# Critical Evaluation of Imprinted Gene Expression by RNA–Seq: A New Perspective

**DOI:** 10.1371/journal.pgen.1002600

**Published:** 2012-03-29

**Authors:** Brian DeVeale, Derek van der Kooy, Tomas Babak

## Abstract

In contrast to existing estimates of approximately 200 murine imprinted genes, recent work based on transcriptome sequencing uncovered parent-of-origin allelic effects at more than 1,300 loci in the developing brain and two adult brain regions, including hundreds present in only males or females. Our independent replication of the embryonic brain stage, where the majority of novel imprinted genes were discovered and the majority of previously known imprinted genes confirmed, resulted in only 12.9% concordance among the novel imprinted loci. Further analysis and pyrosequencing-based validation revealed that the vast majority of the novel reported imprinted loci are false-positives explained by technical and biological variation of the experimental approach. We show that allele-specific expression (ASE) measured with RNA–Seq is not accurately modeled with statistical methods that assume random independent sampling and that systematic error must be accounted for to enable accurate identification of imprinted expression. Application of a robust approach that accounts for these effects revealed 50 candidate genes where allelic bias was predicted to be parent-of-origin–dependent. However, 11 independent validation attempts through a range of allelic expression biases confirmed only 6 of these novel cases. The results emphasize the importance of independent validation and suggest that the number of imprinted genes is much closer to the initial estimates.

## Author Summary

Typically both copies of mammalian genes are expressed, but in some cases, “imprinting” restricts expression to the maternal or paternal copy. Having two copies of each gene is considered advantageous since in enables compensation when one does not function properly. Why imprinting evolved and its utility to each sex is widely debated, and having a complete catalog of imprinted genes and their functions is essential for fully characterizing this phenomenon. 25 years of screening has revealed about 130 imprinted genes, and the slowing rate of discovery suggests that we are reaching saturation. Two recent studies based on high-throughput sequencing of RNA reported more than 1,300 imprinted genes. To understand the basis of this paradigm shift, we first attempted to reproduce these results. Unable to do so, we performed additional analyses that show that most of these discoveries are due to noise in the experimental approach and assay. We remedy this with new methods that account for this noise and applied them to identify 50 novel putative imprinted genes. These methods will be useful for identifying genuine novel cases of imprinted expression as this type of screening approach becomes broadly utilized.

## Introduction

Why diploid organisms would forgo the safety-net of a redundant genome and preferentially express one allele in a parent-of-origin dependent manner has been a matter of debate since the discovery of imprinted transcription. Our understanding of this issue as well as the range of processes affected by imprinting is dependent on our catalog of the identity, function, and spatial-temporal specificity of imprinted genes.

Imprinting was initially characterized with genetics. Regions where uniparental disomy is not tolerated were mapped by intercrossing reciprocal translocations and comparing viability when both copies of a genomic segment were inherited from one parent to viability when inherited from the other [1]. Continued use of complementation tests in function-based screens provided the most dramatic examples of parent-of-origin effects on development, implicating imprinted transcription in neonatal behavior as well as pre-natal and post-natal growth [2]. Imprinting was then formally demonstrated using nuclear transfer experiments, where aberrant development was observed following transfer of two pronuclei from parents of the same sex [3]. Subsequently, the first individual imprinted transcripts were mapped [4]–[7]. After screening many translocations, genome-wide estimates stood at 100–200 imprinted transcripts [8]. Although based on what we now know was an overestimate for the total number of genes (60,000–100,000) and an underestimate of the number of known imprinted clusters [8], [9], the ∼20 year-old estimate has endured all screening methods applied, including those that do not depend on overt phenotypes. Some of these screens revealed that imprinting occurs outside of the growth axis and affects transcription unrelated to viability or growth [10]–[13]. By Dec 2008, genetic and molecular screening efforts combined yielded 128 confirmed imprinted genes in the mouse.

Transcriptome sequencing of F1 mouse hybrids provides an unbiased alternative for discovering imprinted transcription in wild-type animals [14], [15]. The approach is based on detecting allelic expression with RNA sequencing reads that map over heterozygous SNPs, where the identity of the base is used to distinguish allelic origin and a reciprocal cross is used to discriminate parent-of-origin from strain-specific biases. The first two applications of this approach yielded a small number of novel imprinted transcripts each [14], [15]. However, two recent studies used this approach to identify more than 1,300 imprinted loci, including 484 noncoding RNAs and 347 genes that were sex-specific [16], [17]. These 1,300 loci are an aggregate of the discoveries from E15 brains, adult medial prefrontal cortex (PFC) and adult preoptic area (POA), and represent a ten-fold increase over previously known imprinted genes. The authors suggest that improved sensitivity from increased sequencing depth and improved resolution from sequencing the parents for *de novo* identification of SNPs enabled these advances.

To investigate the biological robustness of these novel imprinted loci, we repeated the embryonic brain screen. Despite faithful technical reproduction of the experimental design, library construction, sequencing, and analysis, we could not reproduce the majority of novel imprinted genes. In this study we demonstrate that biological variation in the approach and technical variation of the assay introduce considerably more noise than was appreciated previously. We develop methods to account for this variation and demonstrate their utility through reanalysis of the published data mentioned above as well as new embryonic brain data.

## Results

### Novel imprinted loci in embryonic brain do not replicate

To distinguish known from novel imprinted loci we compiled a catalog of genomic coordinates for all 128 known mouse imprinted genes that we were able to recover from the literature [13]–[15], [18]–[23] (accessible from GEO [24] under accession GSE27016). 

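The deposited catalog was read as 128 entries under 125 names, on 16 chromosomes of mm9. Of these entries, 46 lay on chromosome 7 and 27 on chromosome 12. The catalog marks 67 entries as expressed from the maternal allele and 45 from the paternal allele, and gives no expressed allele for 16. MicroRNAs and snoRNAs accounted for 23 entries. The longest entry spanned 1297 kB, and 79 entries overlapped no other entry. For 65 entries, the GENCODE vM1 annotation, which uses the same build, holds a gene of the same name at the same place. The strand differed from the annotation for 5 of these, all of them entries without an expressed allele. Of the 16 entries without an expressed allele, 15 are listed on the plus strand.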

All 128 were published prior to the recent papers reporting many more imprinted loci [16], [17].

E15 brains yielded considerably more novel imprinted genes than either the adult PFC or POA (553 vs 153 and 256 respectively), providing the richest opportunity to test reproducibility [17]. Aside from an inexact match in developmental time points (E17.5 vs E15), our experiment was a faithful reproduction of the approach used by Gregg et al. We both used brains from reciprocally crossed C57Bl/6J (B) and CAST/EiJ (C) F1s (from here on BxC will be used to describe F1s derived from B mother and C father; CxB will denote the reciprocal). We both constructed sequencing libraries using the standard Illumina RNA-Seq protocol and sequenced them to 36 bp (single-end) on an Illumina platform. 

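The E17.5 experiment is analysed here from the alignments of 1 BxC library and 1 CxB library, each from the whole brain of an F1 embryo. C57BL/6J is the common laboratory strain on which the reference genome is based, and CAST/EiJ is a wild-derived inbred strain that differs from it at many SNPs, so that reads over these SNPs can be assigned to a parent. The authors aligned the 36-base reads with Novoalign, kept those that aligned uniquely and deposited their positions on mm9, with a whole number on each line that is used here as the number of identical reads behind it. This meaning was inferred from the values. On that reading, the BxC library holds 128944754 reads on 36575945 lines and the CxB library 109719746 reads on 31155725 lines, and these totals scale the RPM values and the ratios between the libraries. The alignments list positions and strands without read bases, so allelic counts and imprinting scores were not recomputed. Reads were counted over a gene where an aligned block overlapped its exons, or its span where a supplementary table gives only a span. With 1 library per cross there is no replicate spread, and no test was made between the crosses. Shares are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only, since reads amplified from the same molecule are not independent. Scaling can be affected by the share of reads on chromosome X, which was 2.88% in BxC and 2.72% in CxB, and on the mitochondrial chromosome, which was 1.46% in BxC and 1.28% in CxB.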

We both used Novoalign (www.novocraft.com) to map reads to UCSC mouse transcripts and noncoding RNAs from the functional RNA database [25]. We used the same set of SNPs [17] and the same criteria for identifying imprinted transcripts (i.e. containing at least one SNP with 10 or more reads with reciprocally biased expression, *p*<0.05; chi-square test). We observed 100% agreement on known imprinted gene calls in E15 brain, POA, and PFC [17], confirming that our analyses were consistent.

We detected 38 and 42 known imprinted genes in E17.5 and E15 data respectively. 

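Of the 128 catalog entries, 101 had at least 10 reads in each E17.5 library, and 92 had a base covered by at least 10 reads in each. These are reads of either allele over the whole gene, whether or not a SNP lies under them. A minimum of 100 reads moved the count most, to 83 entries. Of the 27 entries under the minimum of 10 reads, 14 were microRNAs or snoRNAs, and 9 entries, among them Ins1, Zim2, Xlr4b and Xlr4c, had no read in either library. At this depth, a count of 0 allows up to 0.0233 RPM in BxC and 0.0273 in CxB. This limit covers counting error of uniquely aligned reads from polyA+ RNA only. It sets no bound on transcripts that such reads miss. The entries with the most reads per kilobase were Nnat on chromosome 2, Copg2as1/LB9_partialSeq on chromosome 6 and Gnasxl on chromosome 2. Nnat had 423017 reads in BxC and 320507 in CxB, Copg2as1/LB9_partialSeq 71781 and 49736, and Gnasxl 118523 and 95528. The catalog's Gnas entry had 5390 and 4687 reads, but the annotated gene Gnas 134449 and 110657. Reads over the Gnasxl entry can thus belong to other transcripts of Gnas and are not assigned to 1 transcript.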

32/42 (76.2%) were detected in both samples (0.1 transcripts expected by chance; Figure 1). This was in sharp contrast to 51/396 (12.9%, 24 expected by chance) novel imprinted genes that confirmed in our screen (Figure 1). This discrepancy is not inconsistent with the experimental validation carried out on novel imprinted genes by Gregg et al.: included in these 51 replicating genes were 2/2 with no previous evidence of imprinting (*Eif2c2* and *DOKist*) that were discovered and further validated in E15 brain [17].

**Figure 1:**
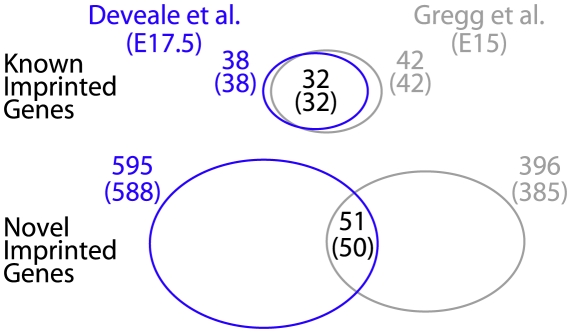
Independent replication with E17.5 brains recapitulates 76.2% (32/42, 0.1 expected by chance) known and 12.9% (51/396, 24 expected by chance) novel imprinted genes reported previously [17]. 12,171 (E15) and 10,418 (E17.5) genes were sufficiently powered for detection (≥1 SNP with ≥10 reads), of which 10,222 were in both samples. Reanalysis excluding SNPs detected in parental transcriptomes while relying exclusively on public SNPs marginally changes the outcome of imprint detection (numbers shown in brackets).

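Power at SNPs was approximated from the deposited E17.5 alignments by the depth of the deepest base in the exons of each gene, without regard to where SNPs lie. Of 37310 genes of the GENCODE vM1 annotation, 17230 had a base covered by at least 10 reads in both libraries (46.2%). Among 22380 protein-coding genes, the number was 14551 (65.0%). With a minimum of 20 reads over the deepest base, 15432 annotated genes passed, of which 13448 were protein-coding.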

To investigate the benefits of sequencing parents to identify heterozygous SNPs, we repeated this analysis using publicly available SNPs. Perlegen [26] used microarrays to resequence the CAST genome in 2007 and the Wellcome Trust Sanger Institute sequenced 17 mouse strains and released ∼19 million C57Bl/CAST SNPs in 2009 [27]. We converted SNP transcript coordinates published by Gregg et al. [17] to genomic coordinates (July 2007 NCBI 37/mm9) using coordinates of UCSC Known Genes [28]. 99.96% SNPs [17] mapped successfully to 136,532 unique positions. 88.9% of these were among the 19.6 million SNPs identified by Perlegen [26] and/or Sanger [27], of which 98.9% agreed on base identity. The transition∶transversion ratio of SNPs that agree with [26], [27] was 3.00, and 2.06 for the remaining 11% novel SNPs, suggesting that the novel SNPs reported by Gregg et al. [17] have a higher proportion of false-positives. False-positive SNPs cannot lead to an imprinting call since there would be no reads supporting the non-reference CAST allele. Reanalysis of the data using only the 88.9% SNPs that also exist in the public domain yielded nearly identical results (Figure 1; see numbers in parentheses) with no reduction in sensitivity for known imprinted genes and less than 3% sensitivity reduction in novel regions. This demonstrates that sequencing biological parents when SNPs are publicly available from sequenced parental strains provides little added benefit [26], [27].

### Allele-specific expression (ASE) measured with RNA–Seq is exceedingly more noisy than accounted for by basic counting statistics

Statistical modeling of allele-specific expression measured by transcriptome sequencing is an unresolved challenge [29], [30]. Gregg et al. [16], [17] used a chi-square metric that assumes no experimental biases are introduced during library construction, sequencing, genomic alignment, and that each sequencing read is independent of all other reads. Unfortunately these assumptions are often violated [30]–[34], and systematic error in quantifying allele-specific expression by RNA-Seq is just now becoming apparent [29], [35]–[37].

To begin to understand the underlying cause of inconsistent imprinting calls we investigated the accuracy of ASE quantification with RNA-Seq. It has previously been shown that ASE measured at the same SNP is highly reproducible across technical and biological replicates [17], [38]. However, this comparison is immune to systematic error such as priming, fragmentation, and PCR biases that arise during library construction, sequencing chemistry [36], and read alignment [31]. Since most sources of systematic error are sequence dependent, a more informative test would compare concordance in ASE within the same sample, but between independently sampled sites where the level of ASE is the same. We reasoned that SNPs within the same coding exon should satisfy this requirement since there are few known biological phenomena that could disrupt this relationship. Allele-specific premature transcriptional termination is possible, but has to our knowledge not been documented. Furthermore, premature termination codons are relatively infrequent [39] and those introduced by alternative splicing lead to immediate degradation by nonsense-mediated decay [40]. We did not use exons containing UTRs since transcription start sites vary significantly [41] and 3′UTRs are extensively processed [42]. We also restricted our analysis to RefSeq coding exons, which are based on experimentally validated transcripts to maximize the accuracy of same-exon SNP associations.

We estimated the accuracy of ASE quantification as the frequency of SNP pairs within the same exon that agree on direction of bias. We considered all SNP pairs separated by more than 40 bp, which is the longest used sequencing read length [17], to ensure independent sampling. At a *p*-value threshold of 0.0001 (i.e. both *p*-values in each SNP pair are less than 0.0001) we observed 1,388 SNP pairs in our E17.5 BxC data, of which 278 (20.03%) disagreed on direction of bias (Figure 2A). If ASE measured with RNA-Seq was adequately modeled by random sampling, we would expect less than 0.1% to be discordant at this level of significance (Figure 2B and see Materials and Methods). We observed exceedingly higher levels of discordance than expected across all levels of significance (Figure 2B). Nonetheless, *p*-values computed from a basic chi-square test are predictive since higher thresholds result in lower rates of discordance and do not reach an asymptote (within extent of available data). This indicates that: 1) our test is valid and not confounded by biological differences in ASE between SNPs in the same coding exon, and 2) counting statistics can be a reliable approach for identifying ASE, although at face-value lead to a major over-estimate of significance.

**Figure 2:**
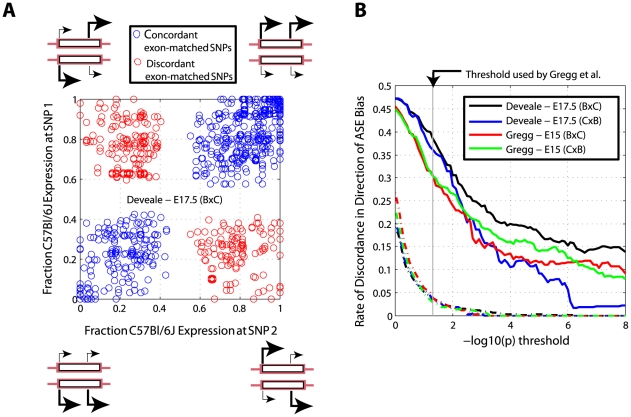
Direction of allele-specific expression bias measured at SNPs in the same exon disagrees more frequently than expected by chance. (A) Expression bias at 1,388 pairs of SNPs under ASE (chi-square *p*<1e-4 for both SNPs) disagrees in direction for 20.0% of pairs in E17.5 BxC data. (B) Discordance improves with increasing *p*-value thresholds but is higher than simulated data where allelic counts for one SNP in each pair are randomly sampled from the *χ* ^2^ distribution (broken lines; see Materials and Methods).

### Technical and biological variation explain the majority of novel imprinted genes

For discovery of imprinted genes, a simple negative control that accounts for systematic error, technical variation, and biological variation is to ask how many SNPs/genes exceed significance in a mock reciprocal cross (i.e. comparing samples with the same parental background as though they were from reciprocal crosses). In such a comparison any reciprocally biased expression cannot be caused by genomic imprinting and is a measure of the technical and biological variation of the experimental approach. Data from two animals of opposite sex was available for PFC and POA and enabled two mock-cross analyses (Figure 3A). Strikingly, in the mock reciprocal cross, nearly as many imprinted gene calls exceeded the significance threshold used by Gregg et al. as in the reciprocal cross (Figure 3B). Similar to our comparison in embryonic brains, the majority of the known imprinted gene calls from reciprocal crosses were the same, but novel calls were not (Figure 3C). Comparing males to females in the reciprocal analysis controlled for sex-specific expression biases. We confirmed that mock-reciprocal hits are not caused by differences in sex by generating additional sequencing data from a male E17.5 brain sample. This enabled a comparison based on true (sex-matched) biological replicates and revealed that male vs male and male vs female BxC mock comparisons produced equivalent numbers of false positive measurements (Figure 3D). While we used approximately half of the data to generate calls (Figure 3B), randomly removing mapped reads from aggregated data revealed that sensitivity is not markedly different at 50% vs 100% of input reads (Figure 3E). Furthermore, the estimated proportion of novel imprinted genes that are false-positives is not impacted by further down-sampling (the slope of the line is consistent when sufficient data exists to overcome noise; Figure 3F) and an overestimate on account of reduced sequencing depth is thus unlikely. We note that an aggregate mock comparison (1+4 vs 2+3) is not an informative negative control since potential sex-specific imprinted genes would not be balanced in this scheme and the output would be a mixture of true sex-specific imprinted genes and false-positives where the contribution of each is not clear.

**Figure 3:**
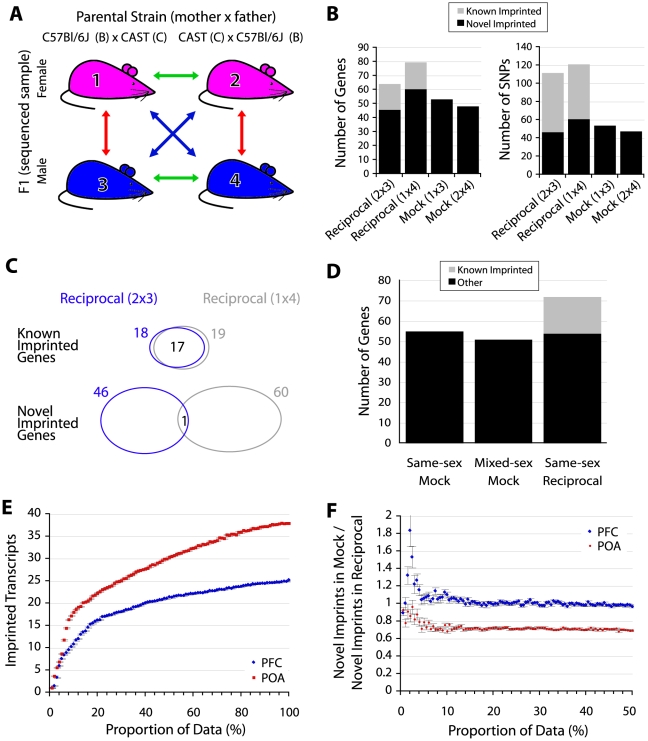
False discoveries explain the majority of novel imprinted genes. (A) Schematic of experimental design and mock (negative control) comparisons. The red arrows indicate mock comparisons, green arrows indicate same-sex reciprocal comparisons, while blue arrows indicate mixed-sex reciprocal comparisons. (B) Number of SNPs/genes that exceed threshold used by [16], [17] in reciprocally crossed and mock PFC samples. (C) Agreement on known and novel imprinted genes detected in the two reciprocal comparisons shown in 2B. (D) Number of genes exceeding the threshold used in [16], [17] in a mock cross between E17.5 brains from embryos of the same sex (males) is not significantly different from mock comparison of opposite sexes. (E) Relationship between read depth and sensitivity (number of transcripts reaching significance). Aligned reads from the same cross (1+3 and 2+4) were selected at random in equal proportions for each sample (see Materials and Methods). Average values for 100 sampling iterations (+/− standard error) are shown. (F) Proportion of novel imprinted genes estimated to be false-positives as a function of input read depth adjusted by random sampling (see Materials and Methods). Average values for 100 sampling iterations (+/− standard error) are shown.

A high false-discovery rate may also explain the large number of sex-specific imprinted genes reported by Gregg et al. [16] since these, by definition [16], only reach significance in a comparison of one reciprocal cross (e.g. between males) and not the other (e.g. between females). If this were a reliable assay for identifying sex-specific imprinted genes then nothing should meet significance by comparing opposite sexes within each cross, since expression at a sex-specifically imprinted locus would always be biallelic in one animal. 51 imprinted genes in reciprocally crossed male PFC samples reached significance that did not reach significance in reciprocally crossed females at the threshold used by Gregg et al. (but had sufficient coverage to make a call; 36 agreed with Gregg et al. [16], *p*<1e-63). However, a similar number reached significance in negative controls (63 genes in mixed-sex and 39 in mock reciprocals; Figure 4). We obtained similar ratios for female-specific PFC imprinted genes and all POA comparisons (Figure S1), demonstrating that this approach is not sufficiently powered at the selected threshold of statistical significance.

**Figure 4:**
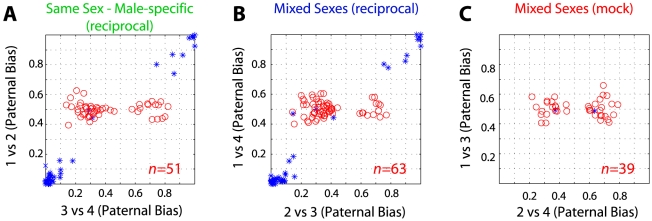
False-discoveries explain the majority of sex-specific imprinted genes. Frequency of SNPs meeting the criteria used in [16], [17] to report sex-specific imprinted genes when comparing male PFCs from reciprocal crosses (A) as in [16], [17] as well as mixed-sex reciprocal (B) and mixed-sex mock comparisons (C). Red points (o) are SNPs that are biased toward the same parent-of-origin (exceed 10 read counts, *p*<0.05) in the comparison indicated on the x-axis but not in the comparison indicated on the y-axis (the criteria in [16], [17] for sex-specific imprinted gene calls). Blue points are SNPs exceeding significance in comparison of animals on both axes.

### Discovery of novel imprinted genes

To estimate the total number of imprinted genes we first asked how many are detected in the four available datasets (E15 brain, E17.5 brain, adult PFC and POA). Aggregating allele-specific reads across SNPs in the same gene improved our sensitivity in known imprinted regions (data not shown) and we thus applied this approach genome-wide. We also took advantage of all publicly available SNPs [17], [26], [27] and expanded our alignment reference to include the whole genome (see Materials and Methods). Using the mock/reciprocal approach to estimate false-discovery (Figure 5A), we proceeded with *p* = 1e-4 (FDR<0.05) as a threshold of significance for calling a gene imprinted (in addition to the standard reciprocal bias toward sex of parent and ≥10 reads in each cross). We selected *p* = 1e-4 as a threshold (e.g. as opposed to 1e-3) since candidates with scores between 1e-3 and 1e-4 did not validate by pyrosequencing (see below) and sensitivity is negligibly impacted (Figure 5A). We identified a total of 53 putative imprinted genes in at least one sample (Figure S2). 5/53 occurred in all 4 samples and 3 (*Eif2c2*, *Cdh15*, and *DOKist4*) were validated by Gregg et al [17]. 

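Reads over the span of each of the 53 candidates of Table S1 were counted in the E17.5 libraries, on both strands and from both alleles. With at least 100 reads in each library, 49 candidates were covered, and the same number passed when distinct positions were counted or only the strand with more reads. The median was 9001 reads in BxC (95% interval of the median 4537 to 15481) and 7738 in CxB (4055 to 13303). Mapt had the most reads in both libraries, 308870 in BxC and 252644 in CxB over 101 kB. The 4 candidates below 100 reads were AK014924, with 6 reads in BxC and 0 in CxB, ENSMUST00000118184, with 3 and 4, ENSMUST00000122257, with 0 and 1, and Mtrnr2l, with 5 and 9. Table S1 gives an imprinting score in E17.5 for 10 candidates, whose median was 2662 reads in BxC and 2057 in CxB. The 43 candidates without an E17.5 score had medians of 10906 and 8997 reads. Of the 5 candidates listed with a score in all 4 samples, C230091D08Rik had 6181 reads in BxC and 5972 in CxB, DOKist4 4537 and 4055, AK039650/AK044369 1483 and 1570, Cdh15 434 and 416, and U80893 200 and 231. The median over the candidates moved most with distinct positions, to 2358 in BxC and 2072 in CxB.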

We also detected 56 genes that were previously known to be imprinted (27 in all 4 samples). 

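The distance of each candidate of Table S1 to the nearest entry of the deposited catalog was measured between nearest edges on mm9. Of 53 candidates, 12 lay within 1 Mb of an entry (22.6%), and 2 of these, Herc3 and Klhdc10, overlapped one. Klhdc10 (30351908 to 30405174) has nearly the span of its entry, mKIAA0265 (30351910 to 30400839), so both may be the same gene. It also lies 283 kB from Peg1, so its place among the 12 does not rest on this overlap. When the same intervals were placed at random on the same chromosomes 10000 times, 2.89 lay within 1 Mb on average and at most 10 (one-sided permutation test, p = 0.0001, the smallest value these placements can give). With the random positions limited to 1-kB bins covered by reads of both E17.5 libraries, the average was 3.55 (p = 0.0002 from the same permutation test). Both placements take candidates as independent, although some of the 12 lie close together, such as Wars and Slc25a29 at 24.2 kB. No candidate lay between 0.5 Mb and 2 Mb, so that 12 were also counted at either of these distances. The other 41 candidates lay farther away or, for 6 of them, on a chromosome without an entry.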

Of the putative novel genes, 4 are probable extensions of known imprinted genes based on EST or transcription evidence derived from this data (3 of the 5 putative novel imprinted genes which recur in all 4 samples), 7 others are associated with known imprinted clusters (within 1 Mb) and 42 are completely novel (Table S1).

**Figure 5:**
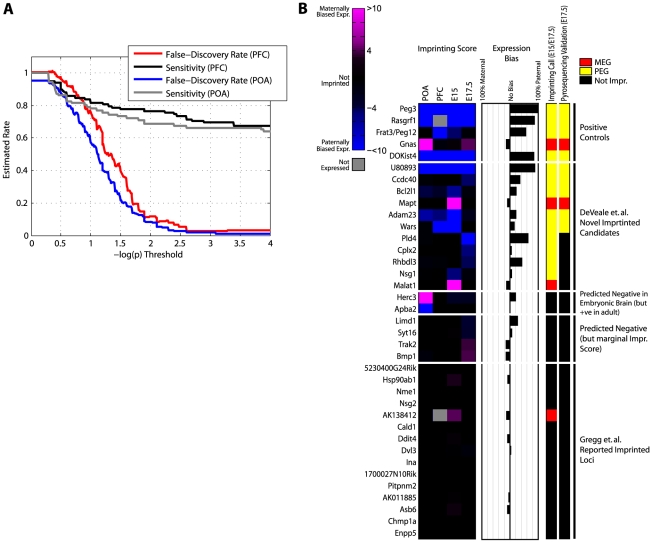
Validating features predictive of genomic imprinting. (A) Estimated false-discovery rate as a function of *p*-value threshold. Allele-specific expression counts were summed over all SNPs within each gene. False-discovery was estimated as the number of significant genes in a mock cross (1 versus 3+2 vs 4; see Figure 3A) divided by the number of significant genes in a reciprocal cross (1 versus 4+2 versus 3). Sensitivity was computed as the number of known imprinted genes meeting significance in the reciprocal cross (1 versus 4+2 versus 3) as a fraction of imprinted genes powered for detection (at least one SNP with ≥10 reads in both animals). (B) Imprinting scores (left panel), allelic bias (middle panel), our imprinting call and pyrosequencing call (right panel) for 37 loci tested by pyrosequencing. Imprinting Scores are log_10_(*p*), where *p* is the less significant *p*-value from chi-square tests performed on the two reciprocal crosses; negatives arbitrarily represent paternal bias. Expression bias is the allelic bias measured in RNA-Seq data from the average of embryonic brain data (E15/E17.5). Imprinting call is based on an imprinting score threshold of 4 (*p*<1e-4) in E15 and/or E17.5 brains. Pyrosequencing validation was done on total RNA from E17.5 brains and calibrated on biological replicates (see Materials and Methods for details). Imprinted Loci reported by Gregg et al. represent 17 randomly selected SNPs reported imprinted in E15 [17].

### Pyrosequencing validation of novel imprinted genes in E17.5 brain

From manual inspection we identified three distinguishing features among the known imprinted genes that we detected and reasoned these may be useful for predicting novel imprinted regions. These include: 1) reciprocal allelic bias and high sequencing depth (reflected in conjunction as the imprinting score), 2) agreement on imprinted expression among neighboring SNPs, and 3) recurrence of signal across biological replicates and/or tissues. To further investigate the predictive potential of these features we identified 37 candidate imprinted loci that represent a range of values for each feature and tested these by pyrosequencing. In addition to 5 positive controls, we tested 17 candidate loci selected at random from the list of imprinted SNPs reported by Gregg et al [17] in E15, 4 candidates with marginal imprinting scores (between 1e-3 and 1e-4), 2 candidates detected in adult but not embryonic brain, 7 candidates detected only in embryonic brain, and 5 candidates detected in at least two samples. 

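The depth of the deposited E17.5 libraries was measured at the SNP position that Table S2 gives for each of the 37 loci. By the GENCODE vM1 annotation, 10 of the SNPs lie in a coding exon, 23 in an exon outside the coding sequence, 3 in an intron and 1 outside annotated genes. The median depth was 74 reads in BxC (95% interval of the median 29 to 214) and 63 in CxB (30 to 160). At least 10 reads covered 32 loci in each library and 31 in both. Distinct positions moved the depth most, to a median of 22 in BxC and 18 in CxB. The paper's allelic counts in Table S2, which are summed over the SNPs of a transcript, have medians of 1273 and 739, and were higher than the depth at the SNP in 36 of 37 loci in each library. The exception was Cplx2, where 15630 BxC and 11298 CxB reads covered position 54484173 of chromosome 13, in an exon outside the coding sequence. These reads lay at 57 and 47 distinct positions. U80893, at position 68063044 of chromosome 7 outside annotated genes, was covered by 2 reads in each library. Across loci, the depth and the counts of Table S2 had a Spearman correlation of 0.682 in BxC (95% interval 0.460 to 0.824) and 0.694 in CxB (0.477 to 0.831), and a Pearson correlation of 0.508 (0.220 to 0.714) and 0.452 (0.150 to 0.677). Without Cplx2, Pearson's r was 0.663 in BxC and 0.701 in CxB. These 4 correlations are across loci within a library, and loci are not independent replicates.

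**Figure D1:**
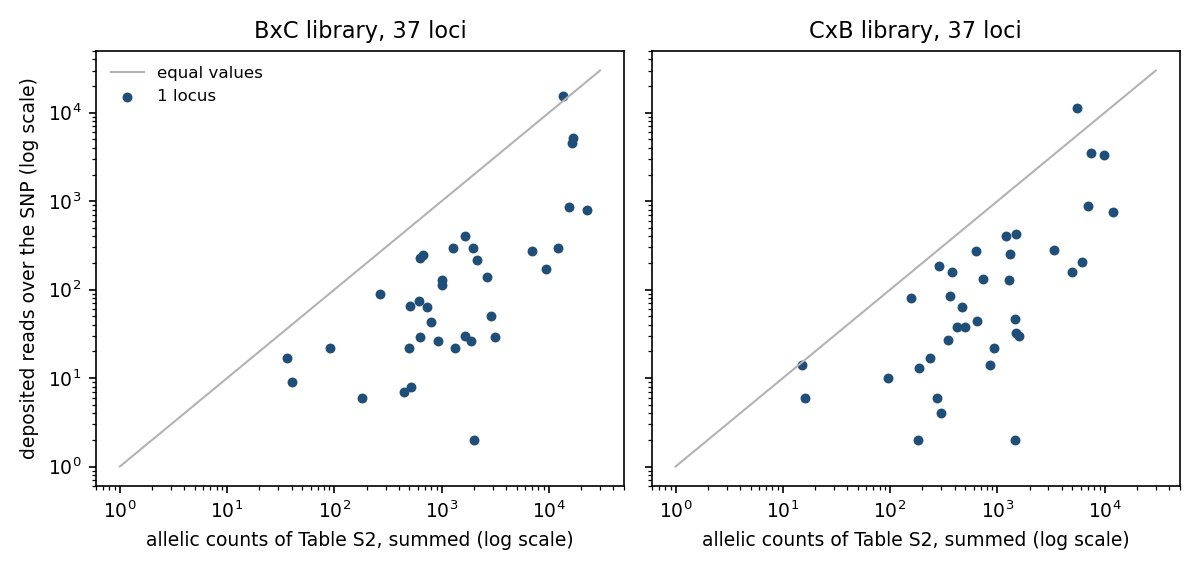
Deposited reads over the SNP of each of the 37 pyrosequenced loci (y axis, reads, log scale) against the allelic counts that the paper's Table S2 gives for the same locus, summed over both alleles (x axis, log scale), for the BxC and CxB libraries. Each point is 1 locus and the grey line marks equal values; 36 of 37 points lie below it in each library.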

All 17 candidates reported Gregg et al. are from the ‘complex’ category where the imprint does not agree with other SNPs in the same gene (this category accounts for 94.8% of the novel imprinted genes reported [17]).

Pyrosequencing validation suggests that all three features are predictive (Figure 5B; Table S2; Figure 6). To establish a level of technical and biological variance in our pyrosequencing assays, we first measured ASE for the 37 loci in biological replicates (two BxC E17.5 brain samples) and observed excellent agreement (Figure S3). This also enabled us to establish a meaningful threshold for detecting differences in ASE (see Materials and Methods). In agreement with our results suggesting that the majority of the Gregg et al imprinting calls are false-positives as well our own imprinting calls on these 17 loci (16/17 predicted to be negative), none validated by pyrosequencing (Figure 5B; Table S2). Of 11/16 predicted parent-of-origin effects in embryonic brain (incl. 5 positive controls) that validated, all contain more than one SNP where parental bias was observed, suggesting that consensus SNP calls may be a valuable predictor. The imprinting score was also predictive; the average (absolute) value of the 6/11 novel parent-of-origin effects that validated was 28.4 vs 6.7 for the 5/11 predictions that did not validate and none of the four tested predictions in the 3–4 range validated (Figure 5B; Table S2). 

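From the scores listed in Table S2, taking the larger absolute value of E15 and E17.5 per locus and a value of 100 where the table gives only that bound, the paper's mean was recomputed as 28.4 over the 6 loci that pyrosequencing called and 6.79 over the 5 it did not. An exact two-sided permutation test of the means, which was not part of the design and takes the bound as a value, gave p = 0.0779 with 6 against 5 loci. The medians were 17.0 and 4.90. The called loci ranged from 4.50 to 100 and the others from 4.30 to 10.0. The value of 100 is that of U80893, for which Table S2 gives the bound in E15 and in E17.5. Table S1 gives −7.5 as its E17.5 score. In the deposited E17.5 libraries, the depth at the SNP of the 6 called loci had a median of 69.5 reads in BxC and 57.0 in CxB, and that of the 5 others 298 and 203.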

5/7 predictions detected in only one of the embryonic samples as well as the two detected only in POA did not validate, suggesting that recurring detection in more than one related sample is also informative.

**Figure 6:**
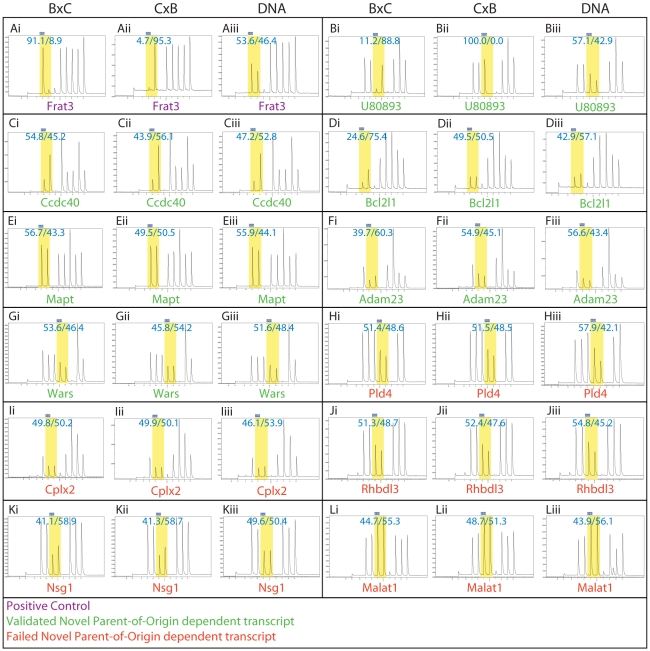
Pyrosequencing traces confirmed 6 of the 11 predicted novel parent-of-origin effects in E17.5 brains. For each gene (A–L), (i) are traces from E17.5 brains from BxC parents, (ii) are traces of E17.5 brains from CxB parents and (iii) are traces on genomic DNA from BxC parents. (A) *Frat3* is a positive control. (B–G) Confirmed novel parent-of-origin effects. The *Bcl2l1* traces illustrate the utility of sequencing 50∶50 hybrid BxC DNA to calibrate each assay. In this particular assay an unknown effect caused a slight allelic bias (57∶43) even in the case where input was 50∶50 B∶C DNA. If assay bias is not accounted for, the *Bcl2l1* reciprocal F1 traces suggest a genetic background effect on allelic bias, but support a parent-of-origin effect once assay bias is accounted for by normalization to the 50∶50 hybrid DNA. Please see Materials and Methods for details on estimating significance of bias from technical replicate runs. (H–L) Predicted novel parent-of-origin effects that did not validate. In all cases, SNPs are highlighted in yellow with the percent contribution of each nucleotide superimposed on each. Note that the sequencing chemistry is such that adenosine produces 16% more signal than other nucleotides in the trace (Qiagen, personal communication) and the Pyromark software accounts for this when calculating the allelic ratio.

## Discussion

### How many imprinted genes are there?

A recurring conclusion throughout this study is that there is no evidence for mammals having an order of magnitude more imprinted loci than was previously appreciated, as two recent papers claim [16], [17]. Independent replication of this work, reanalysis that included negative controls to estimate false-discovery, and follow-up validation using an independent assay unilaterally suggest that the vast majority of the reported imprinted genes are false-positives explained by variation in the assay and experimental approach. This is in agreement with long-standing genetic estimates and other high-throughput screens, some of which used the same global approach [14], [15], that reported at most a few novel imprinted genes each. Furthermore, novel loci that typically validate (this study incl.) are close to known imprinted regions and are likely uncharacterized extensions of known imprinted transcripts and/or rely on an imprinting mechanism of an established region. Nearly all the novel candidates emerging from RNA-Seq screens thus far (this study incl.) are marginally significant relative to known expressed imprinted genes that typically have a strong signal.

Is it possible then that hundreds to thousands of undiscovered imprinted genes exist? Yes, but there is no evidence for it. These would need to occur in developmental stages or tissues not yet assayed or represent transcripts that are invisible to standard RNA-Seq. Examples of imprinted expression that evade RNA-Seq are non-polyadenylated transcripts, antisense transcripts imprinted/expressed to similar degrees and in opposite directions such that the signal cancels out, and biases that occur to such a minor extent that they are detected below the threshold of noise. Because RNA-Seq cannot be modeled with counting statistics that assume each read is randomly and independently sampled and free of systematic bias, it is imperative that this threshold is firmly defined. 

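The sampling of reads was examined over the known imprinted genes of the catalog, by counting the reads that start at each base and strand covered by the library. For genes with at least 100 reads, the index of dispersion, which is the variance of these counts over their mean, had a median of 16.8 over 84 genes in BxC (95% interval of the median 10.8 to 24.8) and 13.2 over 81 genes in CxB (9.28 to 24.5). The same number of reads placed at random over the same bases gave medians of 1.01 in BxC and 1.00 in CxB, and at most 1.41 and 1.12. The index of every one of these genes exceeded the highest random value of its library. Pooled over these genes, 96.2% of reads in BxC and 95.8% in CxB started at the same base and strand as another read, against 89.7% and 87.6% for random placement. Per gene, the share was above that of random placement in 66 of 84 genes in BxC and 67 of 81 in CxB, and below it in the other 18 and 14, such as Nnat, H19 and Igf2, where random placement gave at least 89.0% in BxC and 96.7% in CxB. Some entries overlap, as Nnat does Blcap, and their reads count once for each entry. Over the entries that overlap no other, a set added after seeing the data, 93.2% of 669760 reads shared a start in BxC (95% CI 93.2 to 93.3) against 85.7% for random placement, and 92.3% of 439765 in CxB (92.3 to 92.4) against 80.2%. Their median index was 11.6 over 50 genes in BxC and 10.6 over 47 in CxB. Genes with a mean depth under 10 reads per base, where fewer reads share a start by chance, moved these values most. Over 26 such genes in each library, the median index was 5.04 in BxC and 4.67 in CxB, and 80.1% and 78.7% of reads shared a start, against 23.7% and 18.2% for random placement, with every such gene above its random placement. These pooled shares rest largely on long entries that enclose deeper ones. Of 186953 such reads in BxC, 77608 were in Zfp127, which encloses Ndn, and 34005 in Nibp, which encloses Peg13. In CxB these were 56831 and 25493 of 145056. The pooled shares therefore do not describe low depth alone. The index also counts differences in level along a gene, such as those between exons.

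**Figure D2:**
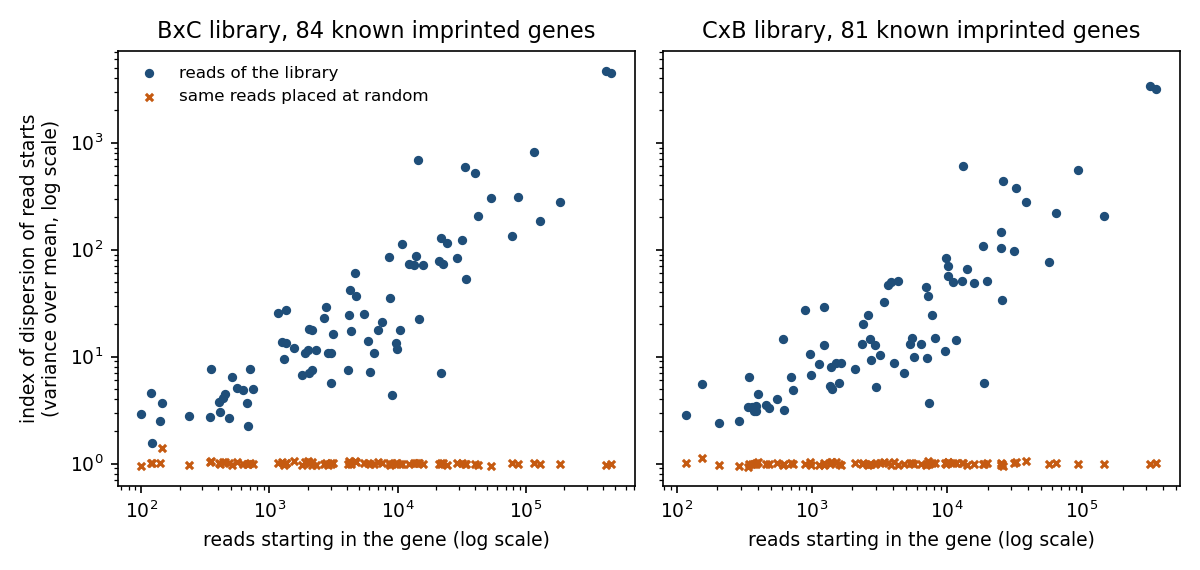
Index of dispersion of read starts (y axis, variance over mean, log scale) against the reads starting in the gene (x axis, log scale), for known imprinted genes with at least 100 reads in the BxC library (84 genes) and the CxB library (81 genes). Blue points are the reads of the library and orange crosses the same number of reads placed at random over the same bases, which lie near 1 throughout.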

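Read starts were also compared between the libraries, a comparison chosen after seeing the data. Over 81 known imprinted genes with at least 100 reads starting in them in each library, Spearman's correlation of the starts per base and strand between BxC and CxB had a median of 0.343 and ranged from 0.0693 to 0.932. Over the 47 entries that overlap no other, the median was 0.340. With the starts of CxB shuffled within each gene, it had a median of −0.00064 and reached at most 0.0466. Shuffled within windows of 20 covered bases of a strand, which keeps the local level, it had a median of 0.140, and all 81 genes had a higher value without the shuffle. These correlations are across bases within a gene, which are not independent replicates. The base composition of the reference under the reads was measured along unspliced reads of chromosome 1. At the first base, the share of C differed from its mean over bases 21 to 36 by 7.49 percentage points in BxC and 7.42 in CxB, whereas no base of positions 21 to 36 differed by more than 1.37 or 1.30 from that mean. In BxC the departure of C fell gradually over the next bases, to 5.68 points at the second, 4.82 at the third and 3.70 at the fourth. With distinct positions, the largest difference at the first base was 4.03 points in BxC and 4.16 in CxB, for G.

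**Figure D3:**
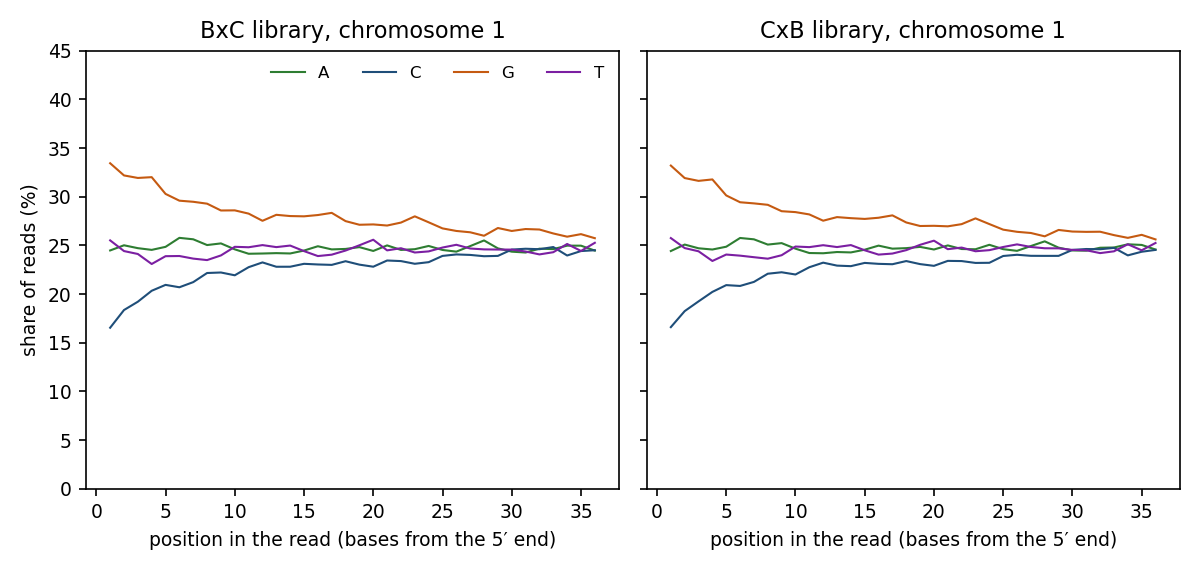
Share of reads (y axis, percent) with each base of the reference at each position of the read from its 5′ end (x axis, bases), for unspliced reads of chromosome 1 in the BxC and CxB libraries. Each line is 1 base; the lines of C and G depart most from their level over bases 21 to 36 at the first base.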

Without accounting for background, SNPs with very small parent-of-origin biases resulting from assay variance may appear imprinted with high statistical significance, particularly if the SNP is highly expressed. Even if some of these were real, our pyrosequencing efforts did not validate any. One could still argue that the effect is below the threshold of pyrosequencing detection (e.g. less than a 5% difference in this study), but if this were the case then the effect on transcriptional load would be small and likely without functional consequence. In any case, the current state of RNA-Seq and analysis cannot detect these minor effects, even if they do exist.

A more fruitful application of RNA-Seq to imprinting discovery in the near term may involve screening additional developmental time-points, tissues, and species. RNA-Seq methods that do not require polyA+ selection and that retain strand-specificity may also uncover novel transcripts of the noncoding/antisense variety, some of which have already been shown to be important for establishing and maintaining imprinting states [43]. Finally, integration with complementary global datasets, such as genome-wide allele-specific methylation maps, will improve both specificity of imprinting discovery as well as insight into the underlying mechanisms.

Overall, 6/11 novel parent-of-origin effects validated by pyrosequencing, with the average allelic bias measured by pyrosequencing indicated in parentheses: *U80893* (44.4%), *Ccdc40* (5.5%), *Bcl2l1* (12.5%), *Mapt* (3.6%), *Adam23* (9.3%) and *Wars* (3.9%). 

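On mm9, U80893 occupies 68062617 to 68067865 of chromosome 7 and lies 87.3 kB from the nearest catalog entry, Pec3. Adam23 spans 63492477 to 63643089 of chromosome 1, at 131 kB from Zdbf2. Wars spans 110098239 to 110132384 of chromosome 12, at 138 kB from Begain. Bcl2l1 spans 152606403 to 152657418 of chromosome 2, at 73.8 kB from H13 and 92.7 kB from Mcts2. All of these distances are between nearest edges of the interval in Table S1 and the catalog entry.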

As with *U80893*, *Adam23* and *Wars*, *Bcl2l1* is located in close proximity to known imprinted transcript (all <150 kB from a known imprinted transcript). *U80893* is a trinucleotide-repeat (CAG) containing gene of unknown function [44]. *Ccdc40* is essential for left-right patterning in both mice and humans, full range cilia motility and a causal mutation for a variant of primary ciliary dyskinesia in humans [45]. *Bcl2l1* inhibits apoptosis [46]. *Mapt* is primarily known as a major component of the prevalent neurofibrillary tangle pathophysiology in Alzheimer's disease [47], suggesting that imprinted expression of *Mapt* in humans may have relevance to the inheritance and progression of Alzheimer's. *Adam23* mutants are smaller than wild type littermates and exhibit tremors and ataxia [48] and *Wars* is uncharacterized. Three of these genes, *Wars*, *Ccdc40*, and *Mapt*, were marginally biased in their parent-of-origin expression (Figure 5B, Figure 6, Dataset S1). This may be due to a mechanism that causes incomplete silencing or due to allele-specific expression in only a subset of cell types/tissues comprising the organ assayed. Using more homogeneous samples provides an obvious path forward, but revealing the functional consequences to these types of imprinting cases is the real challenge since many novel imprinted genes awaiting discovery will likely fall into this category.

An estimate for the total number of imprinted genes must account for several variables, including the increasing difficulty in validating novel candidates. Of the 6/11 candidates that validated in this study, only 2 of the 6 represent parent-of-origin effects that are clearly not associated with previously known imprinted regions (Figure 5B and Figure S2). This severely limits our power to establish a firm number and an estimate should be interpreted with caution. Nonetheless, assuming a confirmation rate of 37.5% (3/8) for the remaining untested embryonic brain candidates and a detection sensitivity of 56/128 (known imprinted genes) extrapolates to an estimate of 37 imprinted genes awaiting discovery and validation, yielding an estimate for a total number of ∼175 imprinted genes.

### Lessons learned: Implications for future imprinting discovery with RNA–Seq

Although the statistically-derived imprinting score is the strongest predictor of imprinting, it cannot be interpreted as a direct measure of probability. As others have noted, RNA-Seq is not free of systematic error [29], [31], [35], [36] which may impact measurement of ASE. We show that allele-specific read counts are substantially less accurate for quantifying ASE than expected from a random sampling approach. Although our metric for quantifying error in measuring ASE is concordance in direction of bias, this measure becomes synonymous with false-positive rate in identifying ASE as sampling iterations become large and the full range of significance thresholds is represented. Our model could thus be extended to serve as a correction for the significance of ASE to yield an empirical measure of false-discovery when identifying regions with ASE. Since detection of imprinting requires demonstration of reciprocal bias, most of the effect introduced by systematic error (which is sequence-dependent) is likely eliminated. Our analysis confirms this expectation: FDR estimated from a mock-reciprocal analysis (Figure 5A) reaches manageable levels at more relaxed thresholds of significance than modeling ASE (Figure 2B).

Second, recurrence of imprinted expression across related samples increases the likelihood that novel candidates validate. Although exceptions exist [13], if expression of a given gene is imprinted in adulthood, its expression is generally also imprinted in the developmental precursor of that tissue. Data in Wamidex [13], for example, suggests ∼90% concordance between imprinted expression of an adult tissue with its precursor tissue. 20.0% and 75.0% of the putative novel imprinted genes in the POA and PFC respectively were also imprinted in the E15 and/or E17.5 brain (Figure S4). These numbers increase to 68.5% and 93.3% respectively, if known imprinted genes are included. The rate of independent confirmation amongst putative imprinted transcripts was higher for those reaching the threshold in multiple samples, suggesting that these figures are likely an underestimate. Other high probability candidates that were not assayed independently but fit this profile include: *AK039650/AK044369*, *DQ715667*, *Klhdc10*, and *C230091D08Rik*, while *Herc3* is likely to confirm in the adult POA.

Third, consensus in parent-of-origin allelic bias among neighboring SNPs provides additional predictive potential. Read aggregation across SNPs in the same gene enabled detection of concordance (the same gene exhibiting imprinted expression in more than one sample) in several genes that appeared biallelic using *p*<0.05 without read aggregation [17]. Examples include *Wars* (POA), *Adam23* (POA), *Klhdc10* (E15, POA), and *Cdh15* (E15, PFC).

Fourth, proximity of novel candidates to known imprinted regions or to each other is also predictive. Most known imprinted genes occur in clusters that can span hundreds of kilobases [14] and typically share regulatory mechanisms. 

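Table S1 lists a score in 2 or more of the 4 samples for 11 candidates and in 1 sample for 42. Of the 11, 10 lay within 1 Mb of an entry of the deposited catalog, where random placement of the same intervals gave 0.633 on average and at most 5 (one-sided permutation test, p = 0.0001, the smallest value that 10000 placements can give). Cdh15, on a chromosome without an entry, was the other. The test takes candidates as independent, although DQ715667 lies 2.56 kB from Eif2c2 and U80893 lies 167 kB from DOKist4. Its p value therefore rests on linked candidates counted separately. Of the 42 candidates listed in 1 sample, Slc25a29 and Bcl2l1 lay within 1 Mb, where random placement gave 2.26 on average and at most 9 (p = 0.6739 from the same permutation test). The test on the candidates of 1 sample was added after seeing the data.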

7 (of 8) putative novel imprinted genes that were identified in at least two samples are associated with known imprinted regions (<1 Mb), as well as three detected in only one sample (Figure S2 and Table S1). 

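Between nearest edges on mm9, C230091D08Rik (chromosome 7, 66563293 to 66579519) lies 1.20 kB from Ube3a. The interval that the catalog gives for Zfp127 starts 783 kB from U80893, and Ipw is 1131 kB away. DQ715667 (chromosome 15, 72928918 to 72929497) lies 2.56 kB from Eif2c2, which spans 72932054 to 73015377. Eif2c2 is 555 kB from Kcnk9, and the catalog entry nearest to it is 1810044A24Rik, at 40.4 kB. AK039650/AK044369 (chromosome 15, 72337420 to 72339688) is 2.86 kB from Kcnk9. Klhdc10 (chromosome 6, 30351908 to 30405174) is 283 kB from Peg1, the catalog's name for Mest. It overlaps the entry mKIAA0265, which has nearly the same span (30351910 to 30400839) and may be the same gene. Measured between midpoints, Adam23 is 227 kB from its nearest entry and Wars 173 kB.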

*Adam23* is ∼100 kB from *Zdbf2*, *C230091D08Rik* is ∼1 kB from *Ube3a*, *U80893* may be part of the contiguous transcription extending from *Zfp127* [14], Aceview [49] suggests *DQ715667* is part of *Eif2c2 which* is 500 kB from *Kcnk9*, *AK039650/AK044369* appears to be an extension of *Kcnk9*, *Klhdc10* is ∼250 kB from *Mest*, and *Wars* is ∼150 kB from *Begain*. Furthermore, 6 putative novel imprinted genes form 3 clusters of 2 genes within 200 kB of each other (Table S1). Two of these, *Wars* and *Slc25a29*, are <600 kB from the *Dlk1* locus.

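From the coordinates of Table S1, 12 candidates had another candidate within 200 kB of their nearest edge, and they formed 6 clusters of 2. Capns1 and Tbcb were 29.1 kB apart and Mtap6 and Rps3 141 kB apart, both pairs on chromosome 7. Wars and Slc25a29 were 24.2 kB apart on chromosome 12. The other pairs were U80893 and DOKist4, 167 kB apart on chromosome 7, Pld4 and Nudt14, 166 kB apart on chromosome 12, and DQ715667 with Eif2c2 on chromosome 15. A limit of 100 kB left 3 clusters with 6 candidates. The paper holds that closeness to known imprinted regions, or of candidates to each other, is predictive. It points to the clustering of most known imprinted genes and their typically shared regulation.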

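Dlk1 occupies 110691433 to 110698901 of chromosome 12 on mm9. Its nearest edge is 559 kB from Wars and 617 kB from Slc25a29, which spans 110064087 to 110074086. Begain lies between them and Dlk1, at 196 kB from Slc25a29.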

In conclusion, until we can accurately model ASE measured with RNA-Seq, estimating FDR of imprinted gene discovery will ideally be done empirically. The additional criteria mentioned above can be used to further rank novel candidates, but since no combination of criteria was absolutely predictive among the novel imprinted genes identified in this study, we assert that independent validation is essential for making definitive claims about imprinting of any gene.

## Materials and Methods

### Calling imprinted genes

We downloaded sequencing data and SNP calls from GEO (GSE22131) and used the same strategy as Gregg et al. [16], [17] to score imprinted expression. We aligned the data to UCSC known genes (transcripts) and noncoding RNAs downloaded from the Functional RNA Database [50]. We called a SNP ‘imprinted’ if greater than 50% of the reads in each sample mapped to alleles from the same parental sex (*p*<0.05, chi-square test) in both samples. We compiled a non-redundant set of gene models from UCSC known genes [28] by taking the union of transcribed bases when multiple isoforms overlap (i.e. collapse isoforms into one gene model that contains all exons), yielding 26,214 models, of which 19,867 were coding (available under GSE27016). 13,604 gene models had at least one SNP identified by Gregg et al [17]. We called a gene imprinted if it contained one or more imprinted SNP(s). Sex-specific calls were made as described [16].

### Concordance in ASE direction of bias

The raw fastq data was realigned against RefSeq transcripts and the mouse genome (mm9) using Novoalign. 19.6 million C57Bl/CAST SNPs, representing the union of Perlegen [26] and Sanger [27], were masked prior to alignment to reduce alignment biases caused by more sequence mismatches between CAST and C57Bl reference genome than C57Bl reads [31]. Uniquely mapping reads (in genomic space; ∼80% of all reads on average) were retained for further analysis. Non-redundant RefSeq coding exons were identified to avoid multiple sampling bias arising from the same SNP present in multiple isoforms. In cases where more than one coding exon overlapped in the genome, the longest coding exon was selected. All pairs of SNPs within each exon were used for comparisons (e.g. three comparisons were done if three SNPs were present), but SNP pairs separated by 40 bp or less (the longest sequencing read length [17]) were not considered to ensure independent sampling. Significance of ASE was computed using a chi-square test as described above, and the less significant (i.e. higher) p-value was used to set the significance threshold for that comparison (x-axis in Figure 2B). For the simulated analysis, the more significant SNP in each pair was replaced with expected counts and adjusted for variance with random sampling from the chi-square distribution with one degree of freedom. For example, if one SNP had 30 and 70 C57 and CAST reads respectively (expect 50 and 50, chi-square *p* = 6.3e-5, df = 1) and the other had 30 and 20 (expect 25 and 25, chi-square *p* = 0.157, df = 1), the allelic counts of the first SNP would be replaced by 60 and 40 (±variance). If a random sampling of the chi-square distribution yields, for example, *χ* ^2^ = 1, rearranging Pearson's formula for the *χ* ^2^ statistic and solving the quadratic reveals simulated counts of 65 or 55 and 35 or 45 for C57 and CAST respectively. A schematic summary of the approach is provided (Figure S5). Replacing the more significant SNP (as opposed to the less significant SNP) was done to ensure direct comparison with the observed data where the less significant *p*-value defines the threshold of significance for both SNPs. Replacing the less significant pair led to a further reduction in expected discordance (data not shown). This process was repeated for each SNP pair and concordance was computed as described above.

### Mock comparisons

Imprinting calls were made using criteria described above. To minimize sampling bias reads aligned to chromosome X and the mitochondrial chromosome were not considered in this analysis. Furthermore, all samples were normalized to have the same number of aligned input reads. For example, for the PFC comparison, the BxC male sample had the fewest aligned reads so reads were randomly removed from the three remaining samples (BxC female, CxB male, and CxB female) to exactly match BxC male.

### E17.5 brain data

All animals were housed and treated in accordance with the Institutional and Governmental Animal Care Committee guidelines of the University of Toronto. Whole brains were dissected from 2 male BxC E17.5 brains, 1 female BxC E17.5 brain and 1 male CxB E17.5 brain, snap chilled in liquid nitrogen and immediately homogenized in Trizol. Total RNA was extracted with Trizol according to the manufacturer's recommendations (Invitrogen) and integrity was confirmed on an Agilent Bioanalyzer (RIN>9 for both samples). PolyA+ RNA was isolated using a Dynabead mRNA Purification Kit according to the manufacturer's instructions (Invitrogen). Double stranded cDNA libraries were made using the Illumina mRNA-Seq kit according to the manufacturer's recommendations (Illumina) and converted into libraries (adapter ligation, PCR, cleanup) using a NEBNext kit according to the manufacturer's recommendations (NEB). We retained strand-specificity by using dUTP during second-strand synthesis and an UNG treatment prior to the final amplification as described previously [51]. 

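Strand was measured over the 79 catalog entries that overlap no other entry. In BxC, 55.2% of 680284 reads lay on the strand opposite the gene (95% CI 55.1 to 55.4) and 44.8% on its own strand. In CxB, 60.0% of 448428 reads lay on the opposite strand (95% CI 59.9 to 60.2) and 40.0% on the gene's own. Among the alternatives of the design, counting distinct positions moved these shares most, to 51.2% in BxC and 50.8% in CxB. Over the 48 of these entries with at least 100 reads in each library, the median share on the opposite strand was 56.8% in BxC and 58.5% in CxB. More than 90% of reads lay on the opposite strand for 0 of these entries in BxC and 1 in CxB. Of the reads over the 79 entries, that of Xist had 128676 in BxC and 41 in CxB. The catalog lists Xist on the plus strand and the annotation on the minus strand. Over the 44 entries where both give the same strand, the opposite share was 59.4% in BxC and 60.4% in CxB. The gap between 55.2% and 60.0% can thus rest in part on Xist. Over the whole genome, 50.1% of reads lay on the plus strand in each library.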

Libraries were verified on an Agilent Bioanalyzer and by qRT-PCR, and each sequenced to 36 bp on an Illumina HiSeq 2000 platform, yielding on average 80.1 million reads. 

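In the deposited E17.5 alignments, which hold reads that aligned uniquely, the total was 128.9 M reads in BxC and 109.7 M in CxB. The highest number in the fifth column, which is taken here as the number of sequenced reads, was 164.2 M and 141.3 M. The aligned reads are 78.5% and 77.7% of these numbers. Counting each position and strand once gave 31613688 distinct positions in BxC and 27132737 in CxB, 24.5% and 24.7% of the reads, and this was the alternative that moved the depth most.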

Raw data and alignments are available at GEO under accession GSE27016. Brains were processed independently such that each library is derived from a unique sample without pooling.

### Discovery of novel imprinted genes

For global discovery of novel imprinted genes we aligned to gene models as described above, all possible splice-junction sequences (100 bases; 50 bases from each flanking exon) representing up to two exon-skipping events in these gene models, as well as the genome. We converted all alignments to genomic coordinates and retained uniquely mapping reads for further analysis. 79.9% of reads aligned uniquely (on average 80.1% per sample), of which 7.7% spanned splice-junctions (17.6% of reads that overlapped coding exons also spanned splice junctions) and 0.12% represented exon-skipping events. 

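Of the deposited reads, 6.47% in BxC (95% CI 6.46 to 6.47) and 6.20% in CxB (6.20 to 6.21) were aligned in 2 blocks. Counted over distinct positions, the share was 4.88% in each library. Among reads that overlapped a coding exon of the GENCODE vM1 annotation, 14.4% in BxC and 14.3% in CxB were aligned in 2 blocks. The gap between the blocks was an annotated intron for 96.7% of 2-block reads in each library. Exon ends that no annotated transcript joins were joined by 34759 reads in BxC, 0.0270% of all reads (95% CI 0.0267 to 0.0272), and by 29200 reads in CxB, 0.0266% (0.0263 to 0.0269).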

Imprinting was assessed at each SNP as described above.

### Pyrosequencing validation

We identified SNPs amenable to pyrosequencing (non-consecutive nucleotides separated from other SNPs) within transcripts of interest and designed assays using Pyromark Assay Design 2.0 requiring assay scores >87. The sequence ‘CGCCAGGGTTTTCCCAGTCACGAC’ was added to the 5′ end of all primers designated for biotinylation to enable biotin incorporation during PCR following an approach reported previously [52] with some modifications. Specifically, biotinylated amplicons were generated directly from RNA using the Pyromark OneStep RT-PCR kit (Qiagen) according to the manufacturer's instructions with the addition of a third HPLC purified universal biotinylated primer (biotin-CGCCAGGGTTTTCCCAGTCACGAC) added at 9/10 the recommended molarity to supplement the RT-PCR primer designated for biotinylation, which was added at 1/10 the recommended molarity. Other combinations ranging from 5∶5 to 9∶10 did not result in a noticeable difference in product yield and size (as assayed by an Agilent Bioanalyzer) or pyrosequencing performance. We performed sequencing on a Pyromark Q96 MD (Qiagen) according to the manufacturer's instructions and quantified allelic bias using the AE quantification software included with the instrument (all traces available in Dataset S1). To maximize sensitivity of detecting small allelic changes we defined the null ratio by sequencing DNA as described previously [53]. Transcripts were called imprinted if the difference in allelic bias between the reciprocal samples were >5.02% and where each ratio was reciprocally biased (i.e. in opposite directions) relative to ratio obtained with DNA. 5.02% represents 2 standard deviations of variance determined from comparing allelic ratios between biological replicates (Figure S3) and corresponds to a significance of *p*<0.022. Both biological replicates had to meet these criteria and DNA ratios were averaged between the two DNA samples prior to normalization. A negative pyrosequencing call includes cases that do not meet significance as well as cases where reciprocal bias was not observed. The majority of negatives fall into the latter category and relaxing the threshold of significance to *p*<0.2 did not change the outcome of any calls. 5/42 assays attempted were removed due to technical failure (two because of a high skew in the DNA ratio and three where the Pyromark AE quantification software could not accurately identify peaks) leaving 37 assays successfully executed across all 5 samples.

## Supporting Information

Dataset S1 Pyrosequencing traces analyzed to validate putative novel imprinted genes. Table of contents details page numbers for each assay. In brief, 5 traces were run for each assay that are grouped together. These are in the same order for each: BxC RNA biological replicate 1, CxB RNA biological replicate 1, BxC RNA biological replicate 2, BxC DNA biological replicate 1 and BxC DNA biological replicate 2.
(PDF) Click here for additional data file.

Figure S1 The majority of sex-specific imprints reported [17] are due to technical and biological variance. Red points (o) are SNPs that are biased toward the same parent-of-origin (exceed 10 read counts, *p*<0.05) in the comparison indicated on the x-axis but not in the comparison indicated on the y-axis (the criteria in [16], [17] for sex-specific imprint calls). Blue points are SNPs exceeding significance in comparison of animals on both axes.
(EPS) Click here for additional data file.

Figure S2 Imprinting scores of candidate imprinted genes discovered in E17.5 brain data and reanalysis of E15, PFC, and POA samples [17], clustered by genomic coordinates.
(EPS) Click here for additional data file.

Figure S3 Expression bias measured by pyrosequencing is reproducible in biological replicates. Linear regression was calculated on the agreement in allelic bias for each of the 37 loci assayed by pyrosequencing. Each data point represents a single assay performed on two independent biological replicates of BxC E17.5 brains. Details on the assays are provided in Table S1.
(EPS) Click here for additional data file.

Figure S4 Significance of detection for 53 novel imprinted genes at significance exceeding *p*<0.0001. Imprinting Score is log10(*p*), where p is the less significant *p*-value from chi-square tests performed on the two reciprocal crosses; negatives arbitrarily represents paternal bias.
(EPS) Click here for additional data file.

Figure S5 Schematic illustrating how discordance rates plotted in Figure 2 were generated.
(EPS) Click here for additional data file.

Table S1 Putative imprinted genes with Imprinting Scores <−4 or >4 in one of the four samples when aggregating read counts within a transcript. The table provides the following detail for each candidate: Gene ID, Genome Coordinates, Imprinting Scores (E15 Brains, E17.5 Brains, PFC, POA), Distance to Nearest Known Imprinted Gene, Nearest Known Imprinted Gene, Putative Cluster, Gene Name, Gene/Alternate Gene Symbol, Gene/Proteome/Description, Gene/SwissProt/Keywords, Gene/Gene Ontology via Proteome & Entrez Gene/Biological Process, Gene/Gene Ontology via Proteome & Entrez Gene/Molecular Function, Gene/Gene Ontology via Proteome & Entrez Gene/Cellular Component, Gene/KEGG Pathways, Transcript/Description, SwissProt ID, Proteome ID, Unigene ID.
(XLS) Click here for additional data file.

Table S2 Putative imprinted loci validated or refuted by pyrosequencing. Table provides detail relevant to each assay: Gene/Transcript, Transcript Model, Reason for Testing, Additional Information, SNP Coordinate (mm9), RNA-Seq allelic counts, Imprinting Scores (POA, PFC, E15 brain, E17.5 brain), Imprinting Calls, Allelic Bias (POA, PFC, E15 Brain, E17.5 Brain), Pyrosequencing Calls, BxC # standard deviations from DNA, CxB # standard deviations from DNA, F1 primer sequence, R1 primer sequence, S1 primer sequence.

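The E17.5 counts of Table S2 can be set beside its scores. The imprinting score is log10 of the less significant of the p values from chi-square tests of the allelic counts in the reciprocal crosses, with a negative sign for paternal bias. It was recomputed here from the E17.5 counts of the table for the 35 loci with a score that is not a bound. The recomputed score and the paper's score were both 0 for 18 loci, where the crosses did not favour the same parent. For the other 17 loci both had the same sign, and 15 of the 17 lay within 0.5 of the paper's score. The counts are summed over the SNPs of a transcript, so they do not describe the single SNP whose coordinate the table gives.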

(XLS) Click here for additional data file.

## References

[1] Searle AG, Beechey CV (1978). Complementation studies with mouse translocations.. Cytogenet Cell Genet.

[2] Beechey CVaC, B.M. (1993). Mouse' Genome.

[3] Surani MA, Barton SC, Norris ML (1984). Development of reconstituted mouse eggs suggests imprinting of the genome during gametogenesis.. Nature.

[4] Barlow DP, Stoger R, Herrmann BG, Saito K, Schweifer N (1991). The mouse insulin-like growth factor type-2 receptor is imprinted and closely linked to the Tme locus.. Nature.

[5] DeChiara TM, Robertson EJ, Efstratiadis A (1991). Parental imprinting of the mouse insulin-like growth factor II gene.. Cell.

[6] Bartolomei MS, Zemel S, Tilghman SM (1991). Parental imprinting of the mouse H19 gene.. Nature.

[7] Ferguson-Smith AC, Cattanach BM, Barton SC, Beechey CV, Surani MA (1991). Embryological and molecular investigations of parental imprinting on mouse chromosome 7.. Nature.

[8] Barlow DP (1995). Gametic imprinting in mammals.. Science.

[9] Morison IM, Ramsay JP, Spencer HG (2005). A census of mammalian imprinting.. Trends Genet.

[10] Renfree MB, Hore TA, Shaw G, Graves JA, Pask AJ (2009). Evolution of genomic imprinting: insights from marsupials and monotremes.. Annu Rev Genomics Hum Genet.

[11] Cowley M, Oakey RJ (2010). Retrotransposition and genomic imprinting.. Brief Funct Genomics.

[12] Barlow DP (1993). Methylation and imprinting: from host defense to gene regulation?. Science.

[13] Schulz R, Woodfine K, Menheniott TR, Bourc'his D, Bestor T (2008). WAMIDEX: a web atlas of murine genomic imprinting and differential expression.. Epigenetics.

[14] Babak T, Deveale B, Armour C, Raymond C, Cleary MA (2008). Global survey of genomic imprinting by transcriptome sequencing.. Curr Biol.

[15] Wang X, Sun Q, McGrath SD, Mardis ER, Soloway PD (2008). Transcriptome-wide identification of novel imprinted genes in neonatal mouse brain.. PLoS ONE.

[16] Gregg C, Zhang J, Butler JE, Haig D, Dulac C (2010). Sex-specific parent-of-origin allelic expression in the mouse brain.. Science.

[17] Gregg C, Zhang J, Weissbourd B, Luo S, Schroth GP (2010). High-resolution analysis of parent-of-origin allelic expression in the mouse brain.. Science.

[18] Menheniott TR, Woodfine K, Schulz R, Wood AJ, Monk D (2008). Genomic imprinting of Dopa decarboxylase in heart and reciprocal allelic expression with neighboring Grb10.. Mol Cell Biol.

[19] Ding F, Prints Y, Dhar MS, Johnson DK, Garnacho-Montero C (2005). Lack of Pwcr1/MBII-85 snoRNA is critical for neonatal lethality in Prader-Willi syndrome mouse models.. Mamm Genome.

[20] Wood AJ, Bourc'his D, Bestor TH, Oakey RJ (2007). Allele-specific demethylation at an imprinted mammalian promoter.. Nucleic Acids Res.

[21] Schulz R, Menheniott TR, Woodfine K, Wood AJ, Choi JD (2006). Chromosome-wide identification of novel imprinted genes using microarrays and uniparental disomies.. Nucleic Acids Res.

[22] Parker-Katiraee L, Carson AR, Yamada T, Arnaud P, Feil R (2007). Identification of the imprinted KLF14 transcription factor undergoing human-specific accelerated evolution.. PLoS Genet.

[23] Monk D, Wagschal A, Arnaud P, Muller PS, Parker-Katiraee L (2008). Comparative analysis of human chromosome 7q21 and mouse proximal chromosome 6 reveals a placental-specific imprinted gene, TFPI2/Tfpi2, which requires EHMT2 and EED for allelic-silencing.. Genome Res.

[24] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository.. Nucleic Acids Res.

[25] Mituyama T, Yamada K, Hattori E, Okida H, Ono Y (2009). The Functional RNA Database 3.0: databases to support mining and annotation of functional RNAs.. Nucleic Acids Res.

[26] Frazer KA, Eskin E, Kang HM, Bogue MA, Hinds DA (2007). A sequence-based variation map of 8.27 million SNPs in inbred mouse strains.. Nature.

[27] Keane TM, Goodstadt L, Danecek P, White MA, Wong K (2011). Mouse genomic variation and its effect on phenotypes and gene regulation.. Nature.

[28] Fujita PA, Rhead B, Zweig AS, Hinrichs AS, Karolchik D (2011). The UCSC Genome Browser database: update 2011.. Nucleic Acids Res.

[29] Nothnagel M, Wolf A, Herrmann A, Szafranski K, Vater I (2011). Statistical inference of allelic imbalance from transcriptome data.. Hum Mutat.

[30] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data.. Genome Biol.

[31] Degner JF, Marioni JC, Pai AA, Pickrell JK, Nkadori E (2009). Effect of read-mapping biases on detecting allele-specific expression from RNA-sequencing data.. Bioinformatics.

[32] Kozarewa I, Ning Z, Quail MA, Sanders MJ, Berriman M (2009). Amplification-free Illumina sequencing-library preparation facilitates improved mapping and assembly of (G+C)-biased genomes.. Nat Methods.

[33] Main BJ, Bickel RD, McIntyre LM, Graze RM, Calabrese PP (2009). Allele-specific expression assays using Solexa.. BMC Genomics.

[34] Mamanova L, Andrews RM, James KD, Sheridan EM, Ellis PD (2010). FRT-seq: amplification-free, strand-specific transcriptome sequencing.. Nat Methods.

[35] Fontanillas P, Landry CR, Wittkopp PJ, Russ C, Gruber JD (2010). Key considerations for measuring allelic expression on a genomic scale using high-throughput sequencing.. Mol Ecol.

[36] Heap GA, Yang JH, Downes K, Healy BC, Hunt KA (2010). Genome-wide analysis of allelic expression imbalance in human primary cells by high-throughput transcriptome resequencing.. Hum Mol Genet.

[37] Turro E, Su SY, Goncalves A, Coin LJ, Richardson S (2011). Haplotype and isoform specific expression estimation using multi-mapping RNA-seq reads.. Genome Biol.

[38] Babak T, Garrett-Engele P, Armour CD, Raymond CK, Keller MP (2010). Genetic validation of whole-transcriptome sequencing for mapping expression affected by cis-regulatory variation.. BMC Genomics.

[39] Ng SB, Turner EH, Robertson PD, Flygare SD, Bigham AW (2009). Targeted capture and massively parallel sequencing of 12 human exomes.. Nature.

[40] Matsuda D, Hosoda N, Kim YK, Maquat LE (2007). Failsafe nonsense-mediated mRNA decay does not detectably target eIF4E-bound mRNA.. Nat Struct Mol Biol.

[41] Yamashita R, Sathira NP, Kanai A, Tanimoto K, Arauchi T (2011). Genome-wide characterization of transcriptional start sites in humans by integrative transcriptome analysis.. Genome Res.

[42] Wilhelm BT, Marguerat S, Watt S, Schubert F, Wood V (2008). Dynamic repertoire of a eukaryotic transcriptome surveyed at single-nucleotide resolution.. Nature.

[43] Royo H, Cavaille J (2008). Non-coding RNAs in imprinted gene clusters.. Biol Cell.

[44] Kim SJ, Shon BH, Kang JH, Hahm KS, Yoo OJ (1997). Cloning of novel trinucleotide-repeat (CAG) containing genes in mouse brain.. Biochem Biophys Res Commun.

[45] Becker-Heck A, Zohn IE, Okabe N, Pollock A, Lenhart KB (2011). The coiled-coil domain containing protein CCDC40 is essential for motile cilia function and left-right axis formation.. Nat Genet.

[46] Motoyama N, Wang F, Roth KA, Sawa H, Nakayama K (1995). Massive cell death of immature hematopoietic cells and neurons in Bcl-x-deficient mice.. Science.

[47] Nukina N, Ihara Y (1986). One of the antigenic determinants of paired helical filaments is related to tau protein.. J Biochem.

[48] Mitchell KJ, Pinson KI, Kelly OG, Brennan J, Zupicich J (2001). Functional analysis of secreted and transmembrane proteins critical to mouse development.. Nat Genet.

[49] Thierry-Mieg D, Thierry-Mieg J (2006). AceView: a comprehensive cDNA-supported gene and transcripts annotation.. Genome Biol.

[50] Kin T, Yamada K, Terai G, Okida H, Yoshinari Y (2007). fRNAdb: a platform for mining/annotating functional RNA candidates from non-coding RNA sequences.. Nucleic Acids Res.

[51] Parkhomchuk D, Borodina T, Amstislavskiy V, Banaru M, Hallen L (2009). Transcriptome analysis by strand-specific sequencing of complementary DNA.. Nucleic Acids Res.

[52] Royo JL, Hidalgo M, Ruiz A (2007). Pyrosequencing protocol using a universal biotinylated primer for mutation detection and SNP genotyping.. Nat Protoc.

[53] Wang H, Elbein SC (2007). Detection of allelic imbalance in gene expression using pyrosequencing.. Methods Mol Biol.

# Supplementary material for: Critical Evaluation of Imprinted Gene Expression by RNA–Seq: A New Perspective
**Source:** PLoS Genet. 2012 Mar 29;8(3):e1002600. doi: 10.1371/journal.pgen.1002600

| <b>Table of contents: Pyrosequencing Traces</b>           | <b>Pages</b> |
|-----------------------------------------------------------|--------------|
| Peg3 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 1-5          |
| Rasgrf1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)       | 6-10         |
| Frat3 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 11-15        |
| Gnas (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 16-20        |
| DOKist4 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)       | 21-25        |
| U80893 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 26-30        |
| C230091D08Rik (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2) | 31-35        |
| Limd1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 36-40        |
| Syt16 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 41-45        |
| Trak2 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 46-50        |
| Bmp1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 51-55        |
| Pld4 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 56-60        |
| Cplx2 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 61-65        |
| Ccdc40 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 66-70        |
| Rhbd13 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 71-75        |
| Bcl2l1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 76-80        |
| Nsg1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 81-85        |
| Malat1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 86-90        |
| Mapt (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 91-95        |
| Herc3 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 96-100       |
| Apba2 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 101-105      |
| Adam23 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 106-110      |
| Wars (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 111-115      |
| 5230400G24Rik (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2) | 116-120      |
| Hsp90ab1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)      | 121-125      |
| Nme1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 126-130      |
| Nsg2 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 131-135      |
| AK138412 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)      | 136-140      |
| Cald1 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 141-145      |
| Ddit4 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 146-150      |
| Dvl3 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 151-155      |
| Ina (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)           | 156-160      |
| 1700027N10Rik (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2) | 161-165      |
| Pitpnm2 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)       | 166-170      |
| AK011885 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)      | 171-175      |
| Asb6 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)          | 176-180      |
| Chmp1a (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)        | 181-185      |
| Enpp5 (BxC 1, CxB 1, BxC 2, BxC DNA 1, BxC DNA 2)         | 186-190      |

10 uL universal (141+157) - Well D5

Entry: Peg3

1: C: 0.0% / T: 100.0%

(Passed)

C:0.0%  
T:100.0%

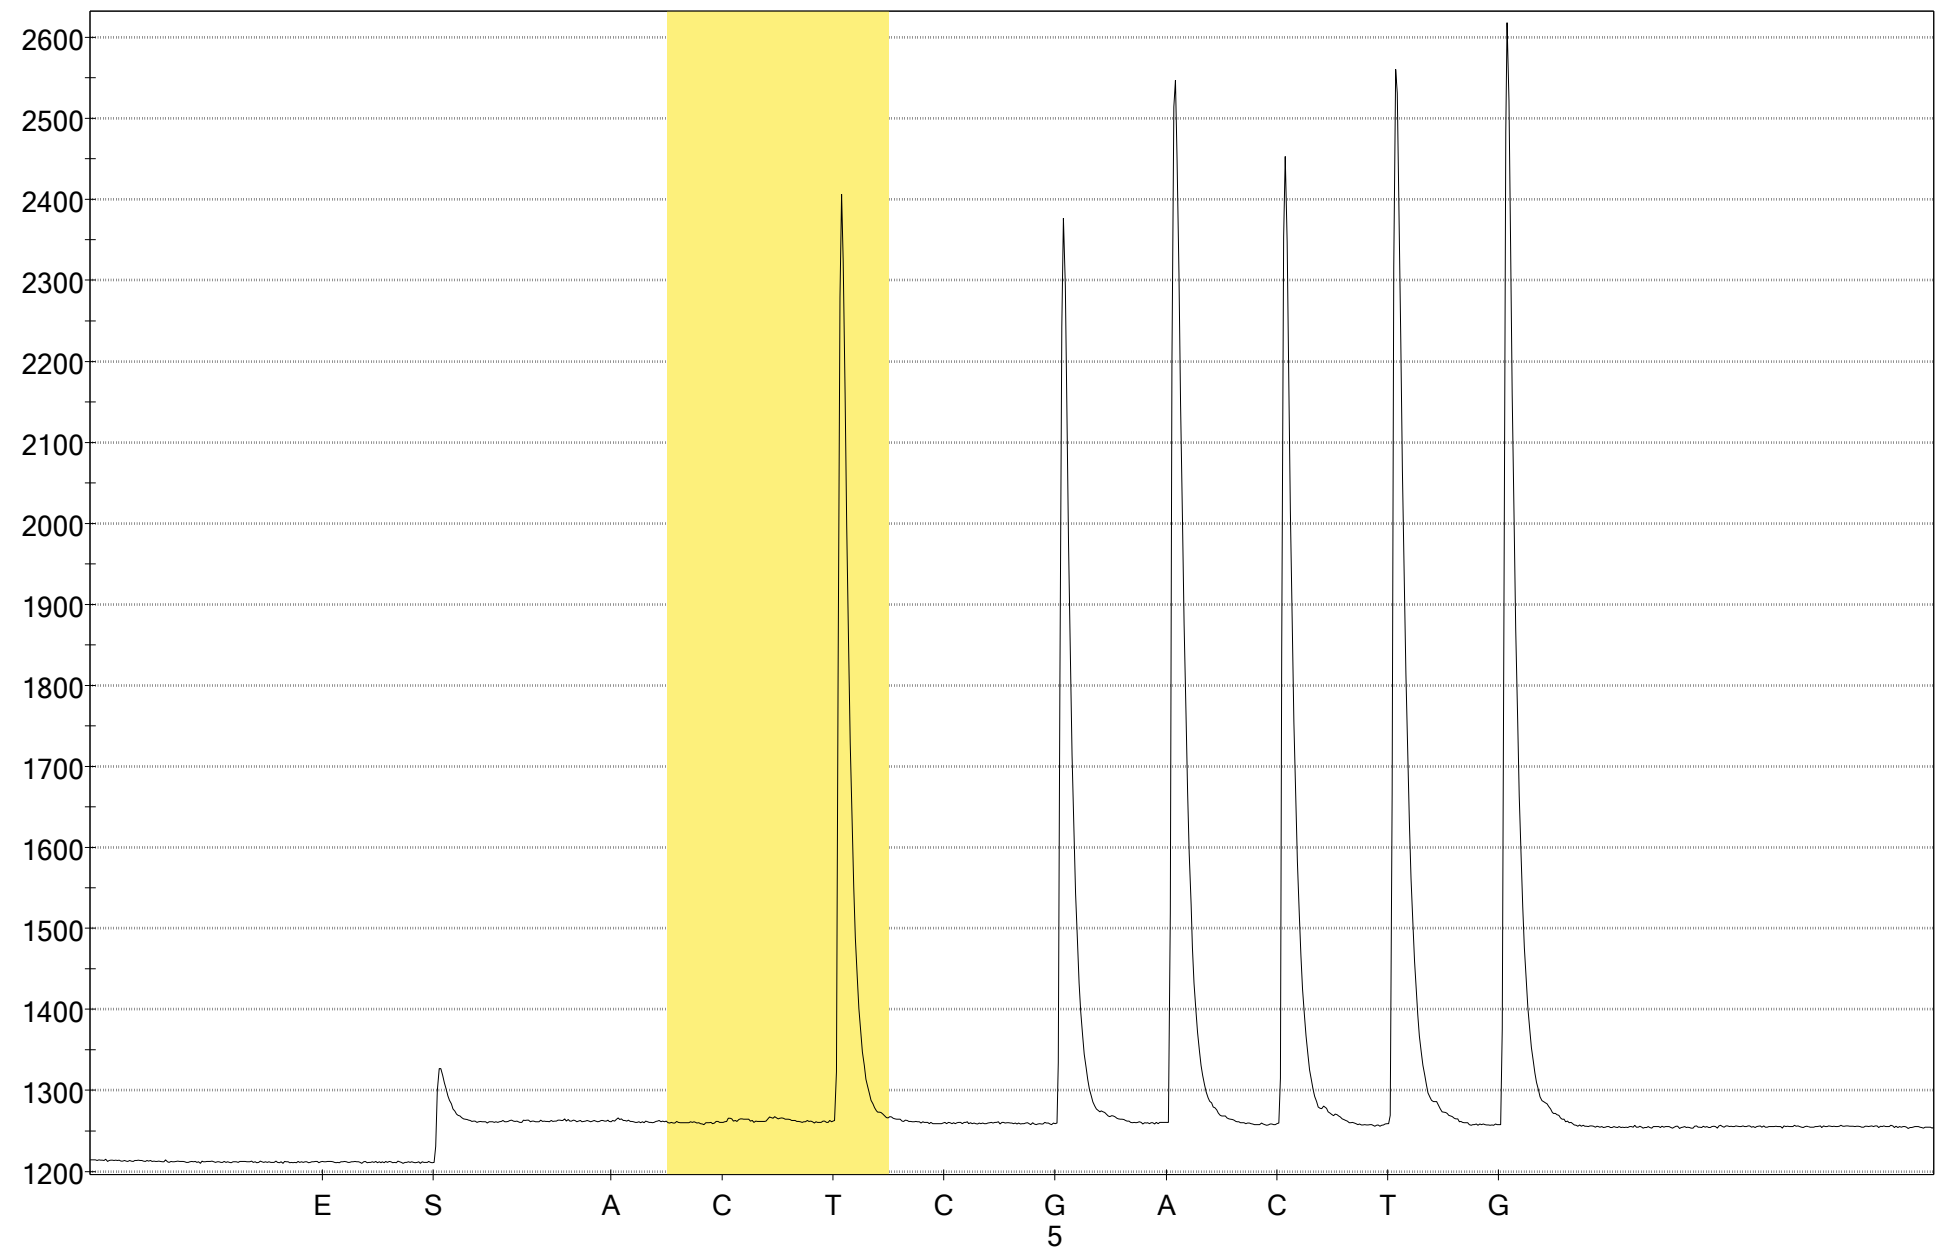

10 uL universal (141+157) - Well D11

Entry: Peg3

1: C: 92.7% / T: 7.3%

(Passed)

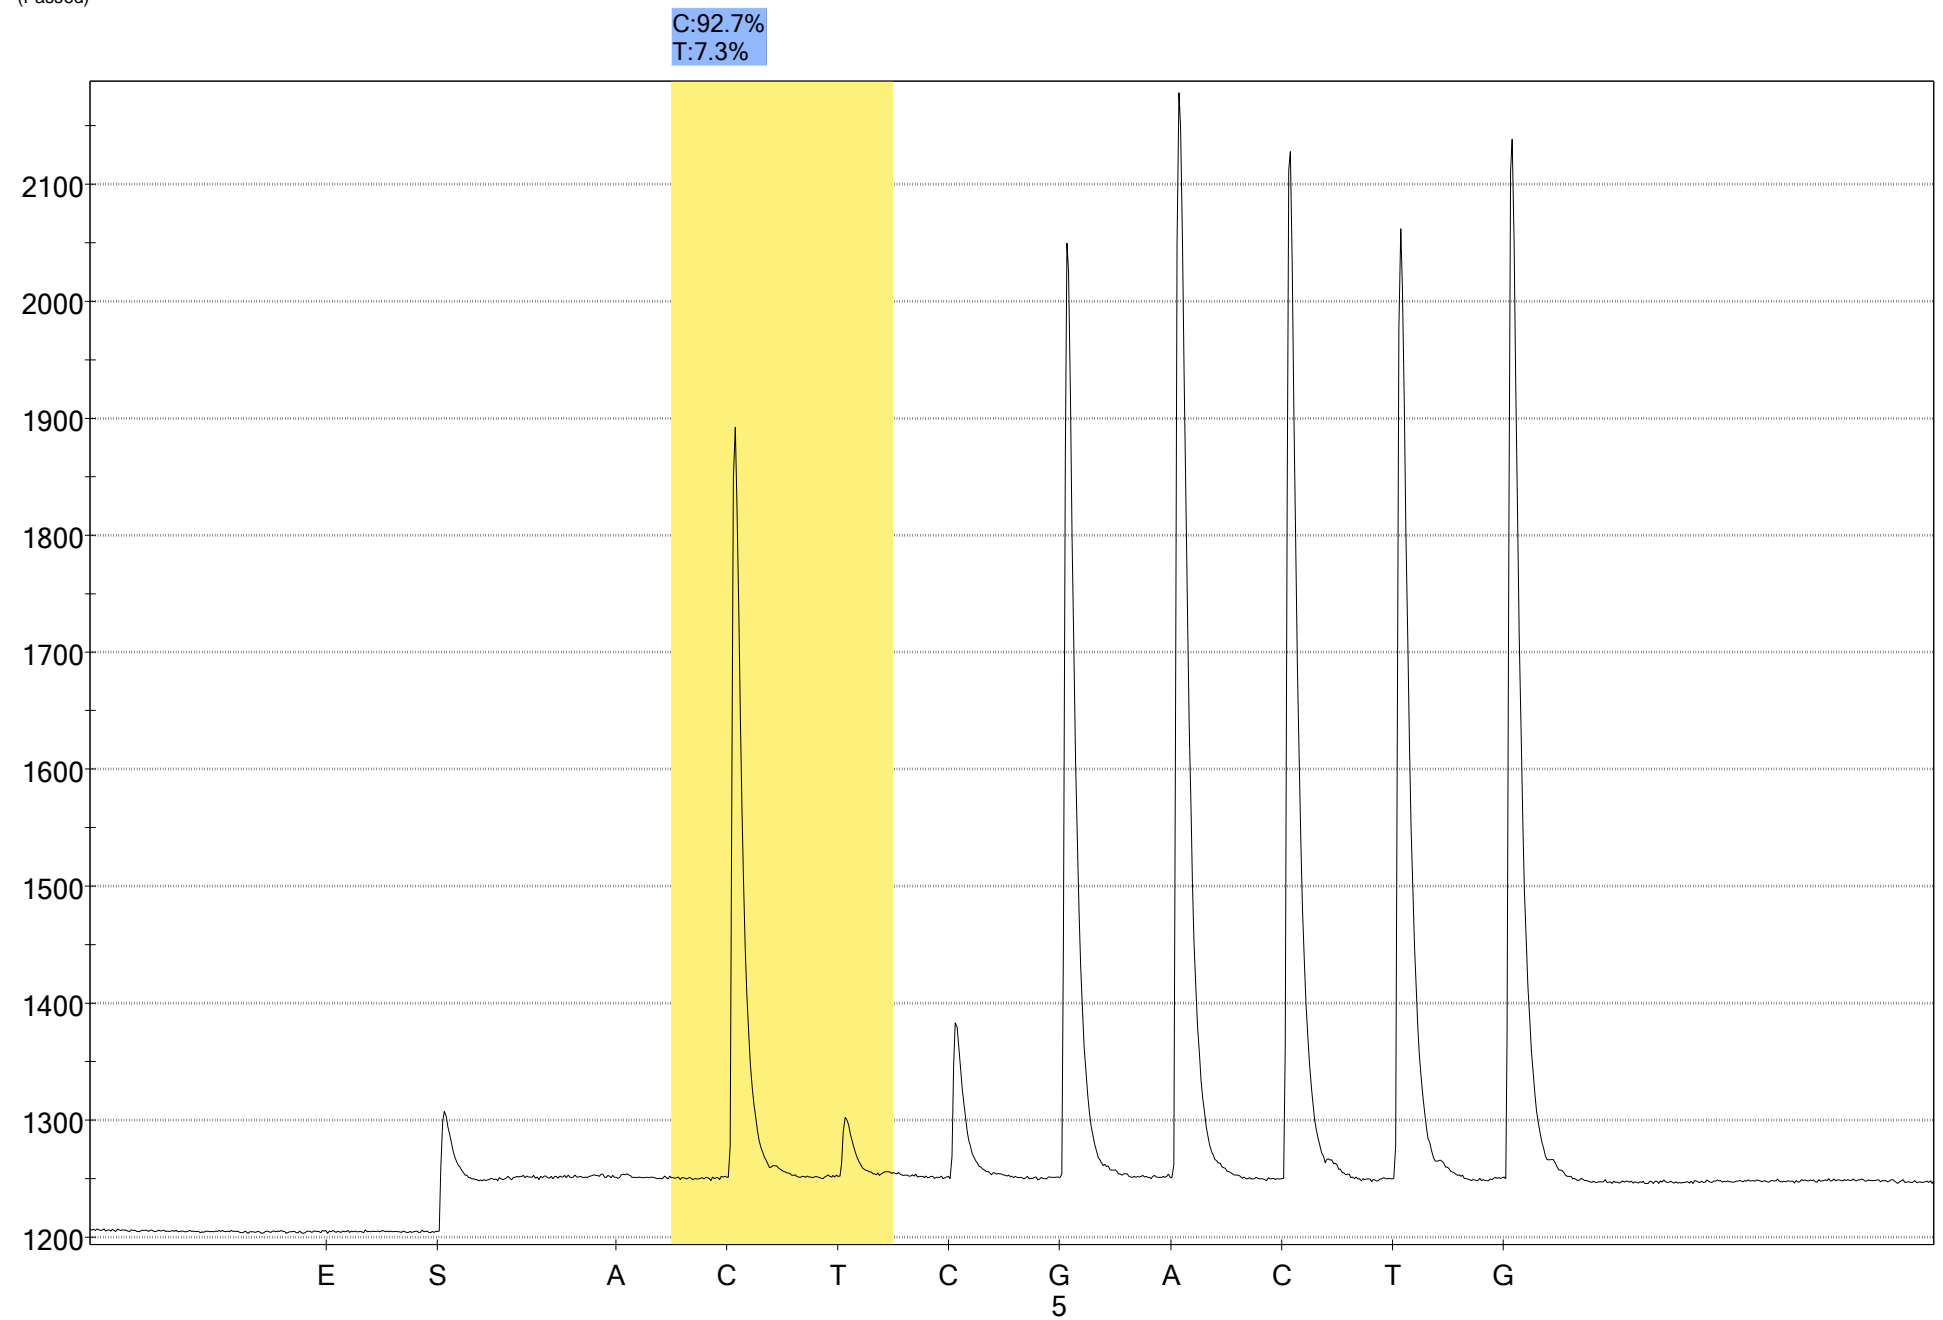

145 - Well D5  
Entry: Peg3  
1: C: 0.8% / T: 99.2%  
(Passed)

C:0.8%  
T:99.2%

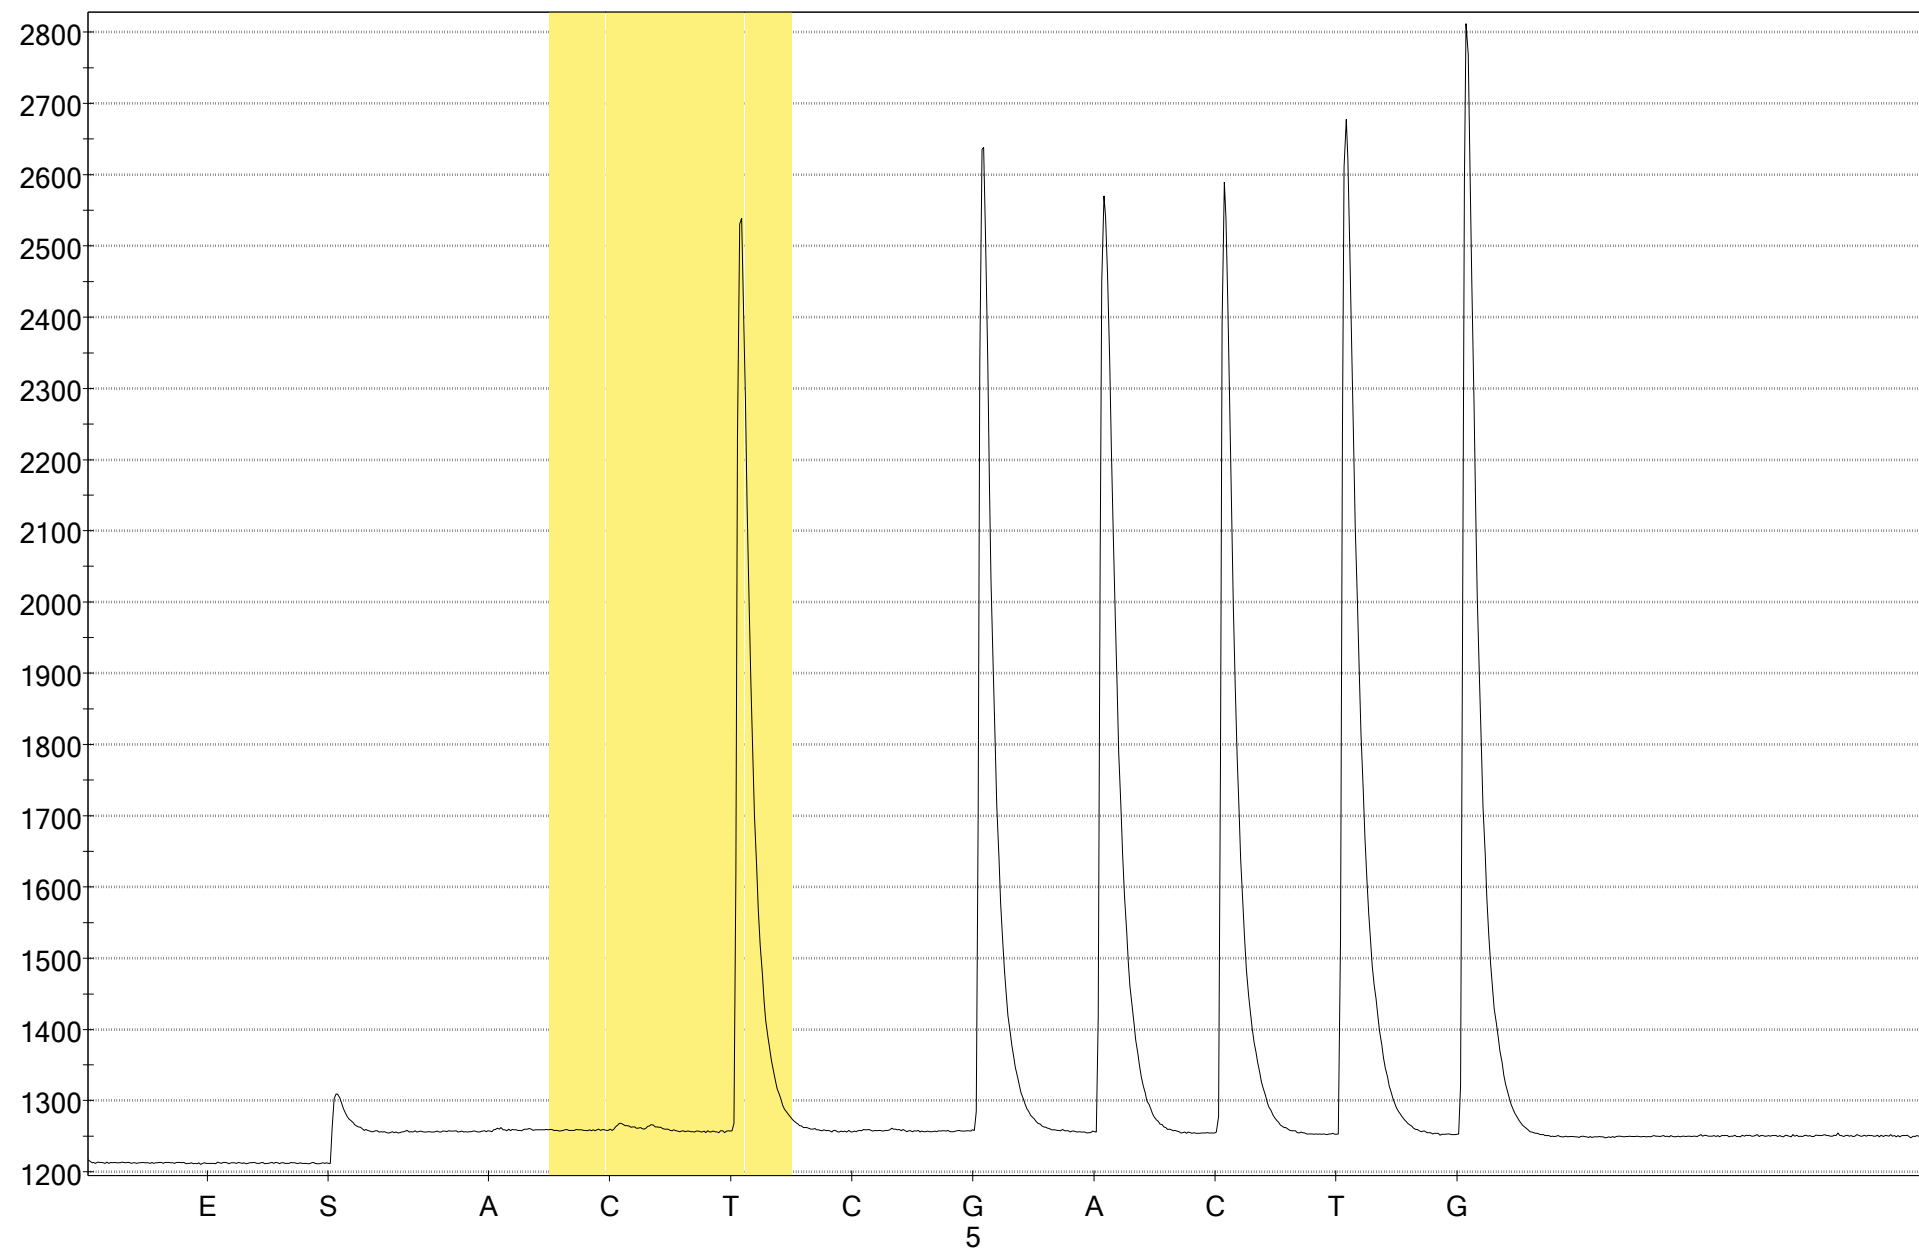

dna - Well D5  
Entry: Peg3  
1: C: 36.8% / T: 63.2%  
(Passed)

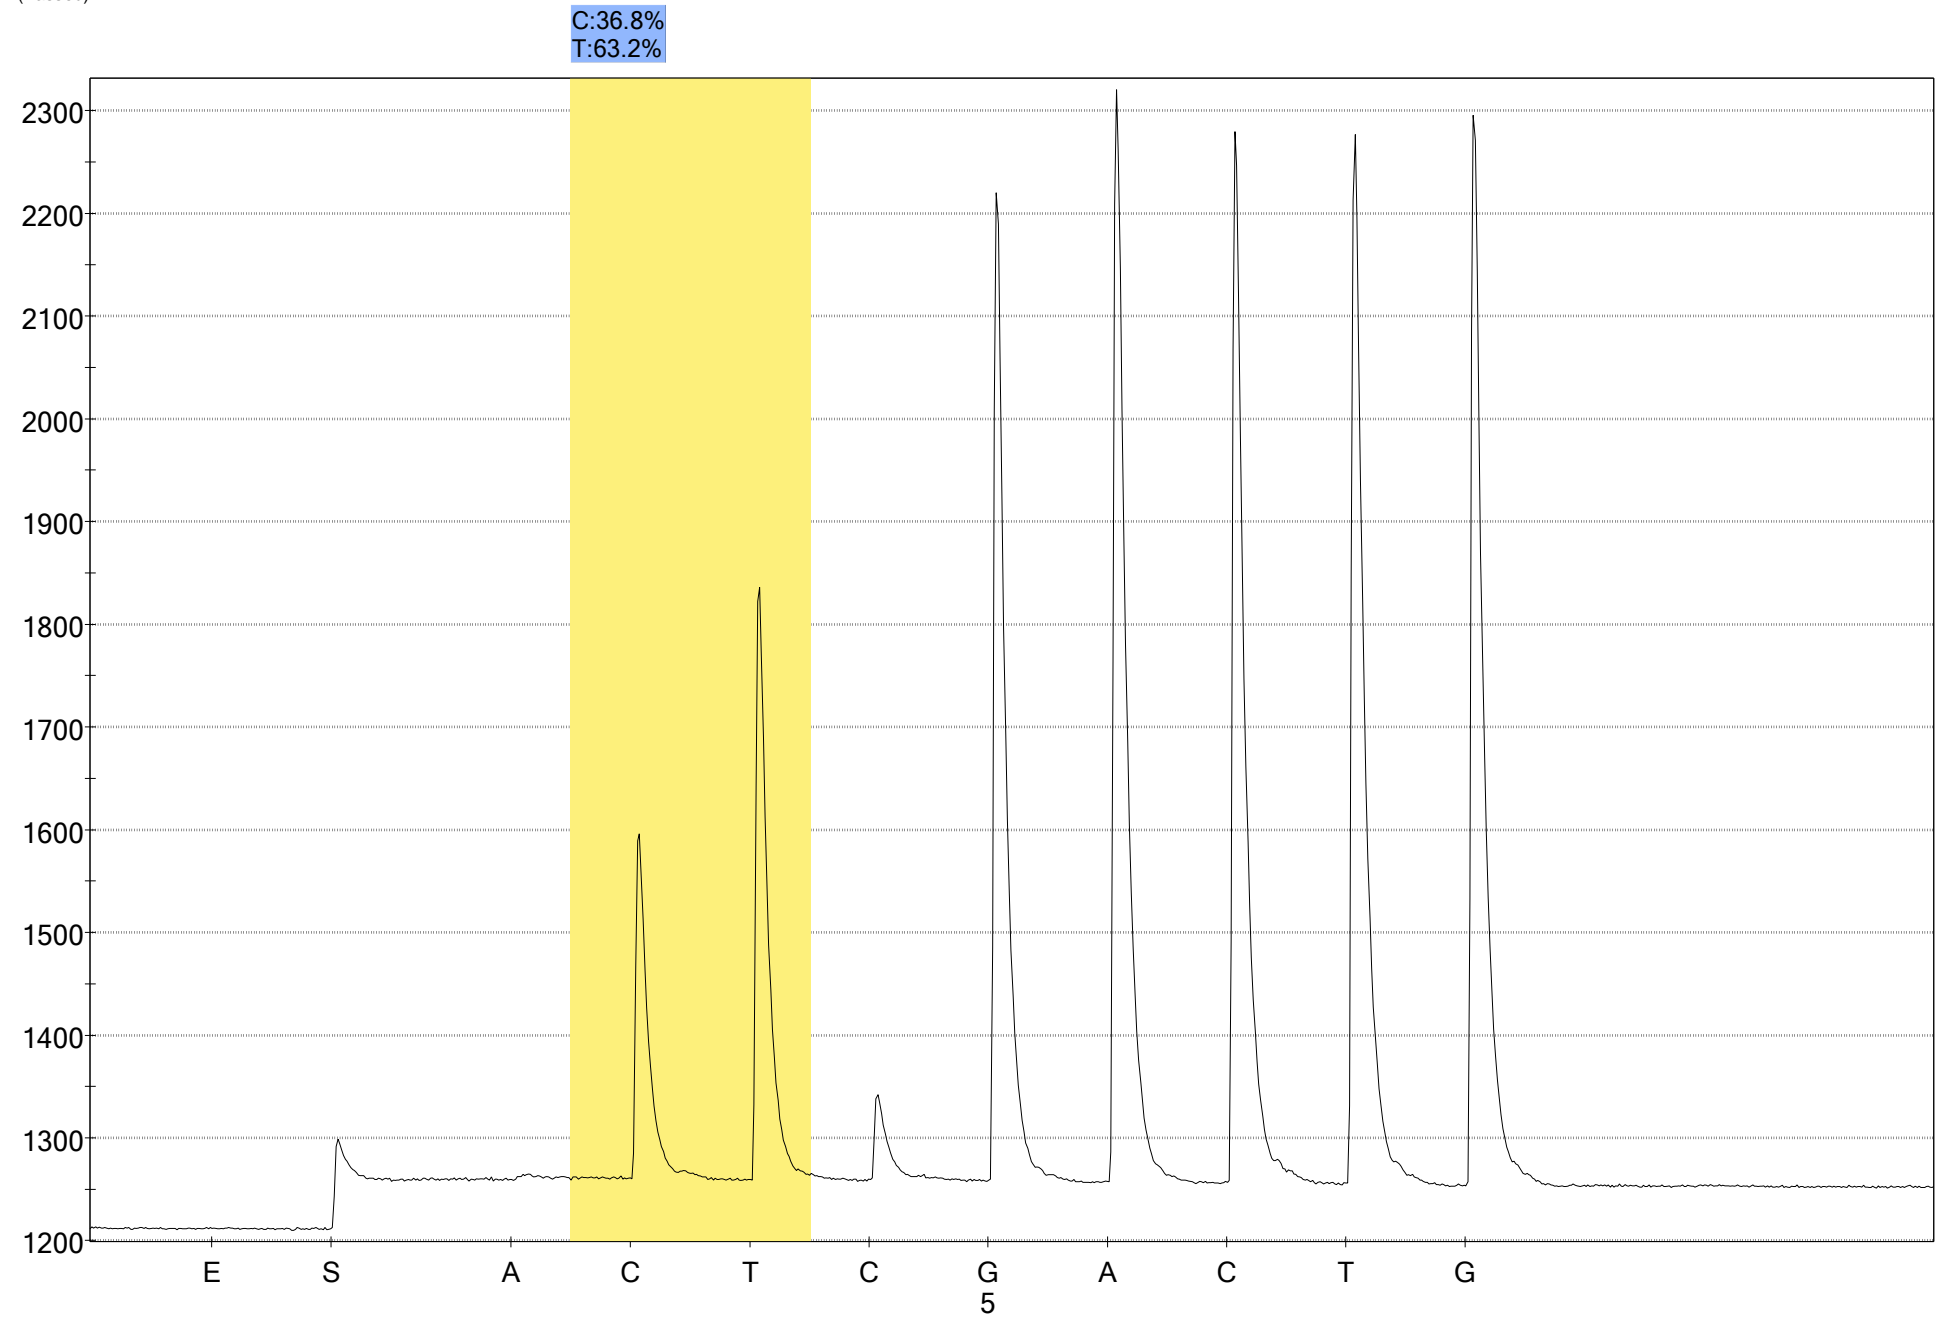

dna - Well D11  
Entry: Peg3  
1: C: 40.0% / T: 60.0%  
(Passed)

C:40.0%  
T:60.0%

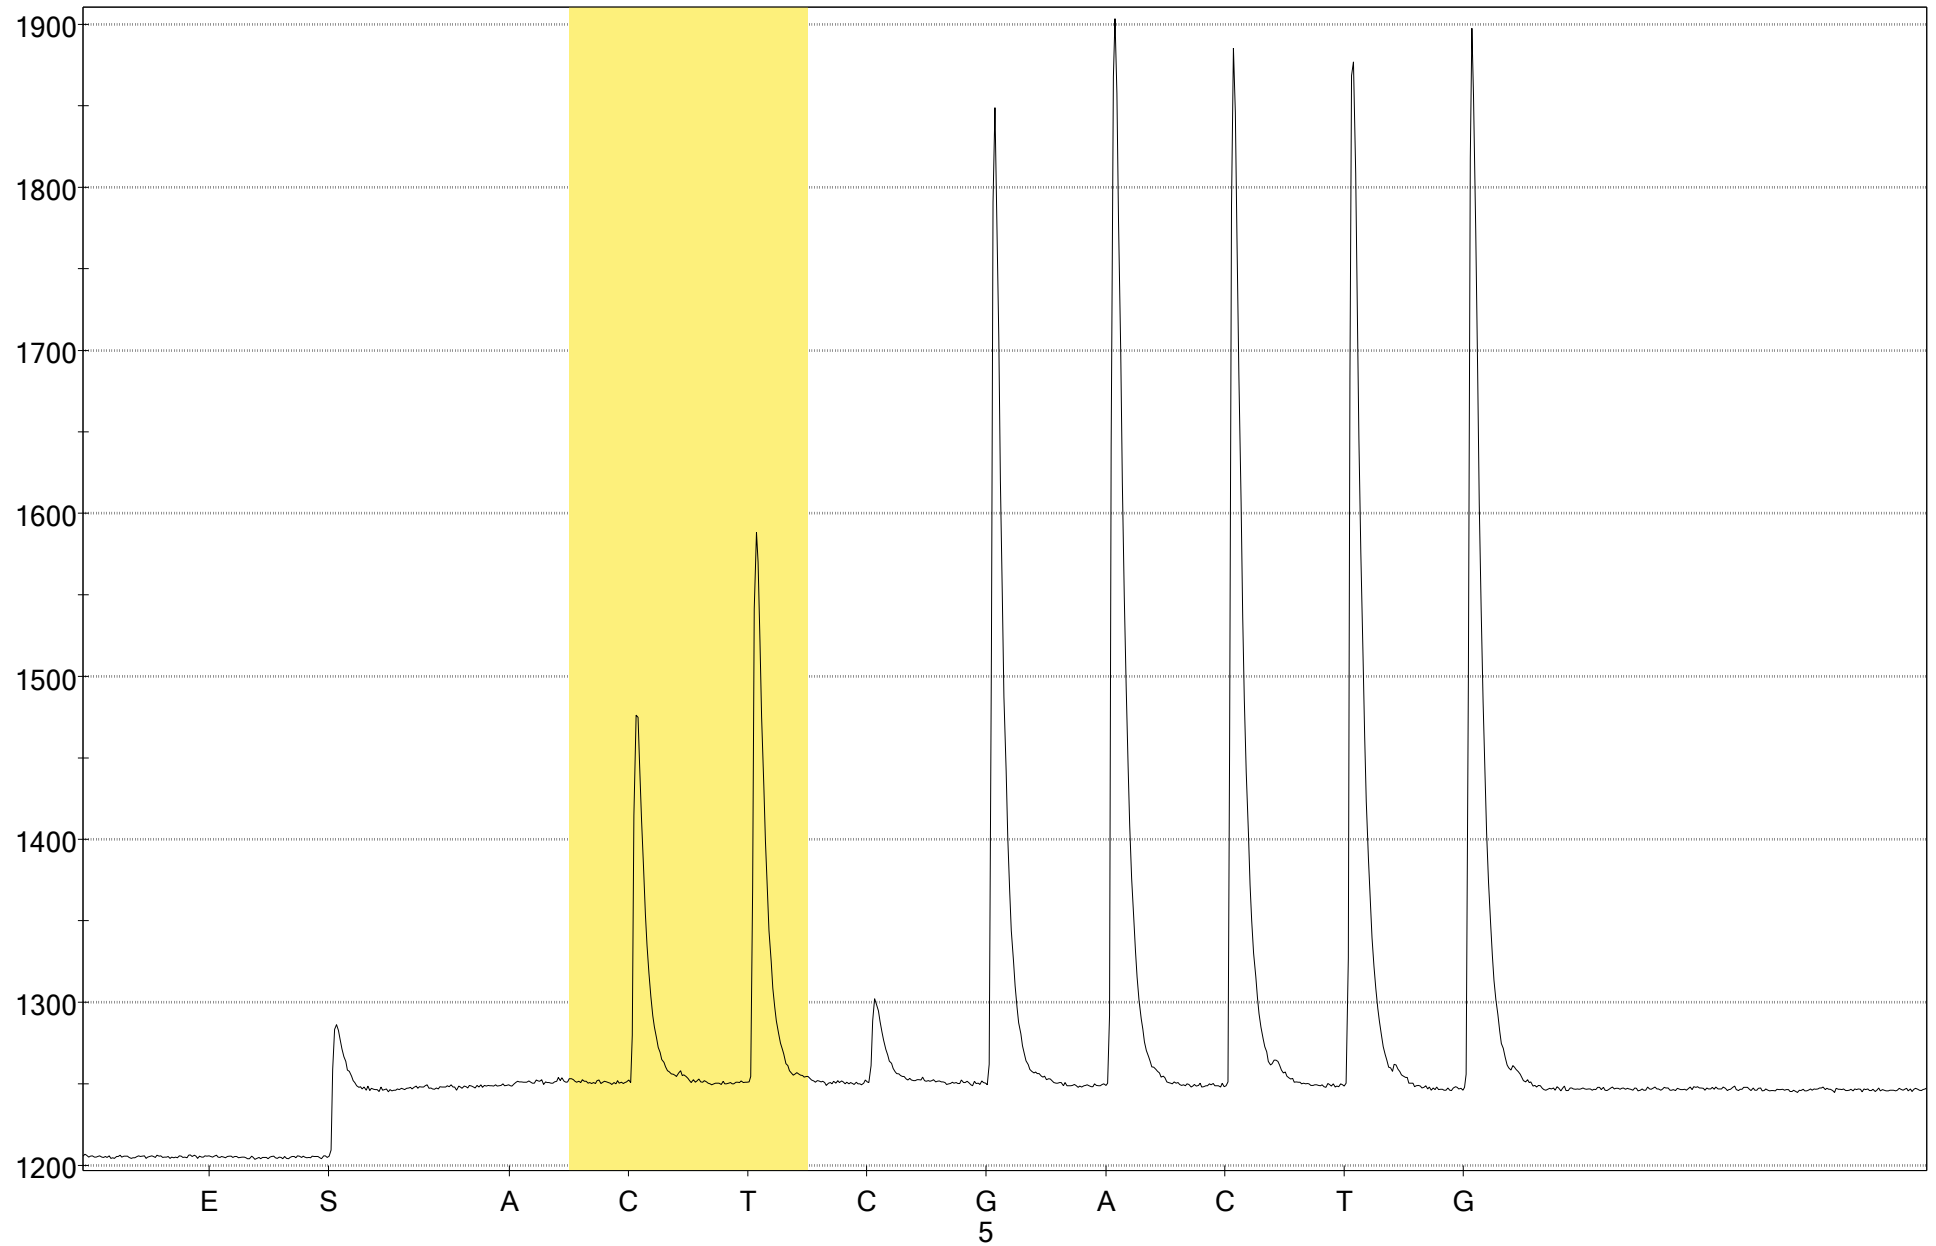

10 uL universal (141+157) - Well G5

Entry: Rasgrf1

2: A: 89.7% / T: 10.3%

(Passed)

A:89.7%  
T:10.3%

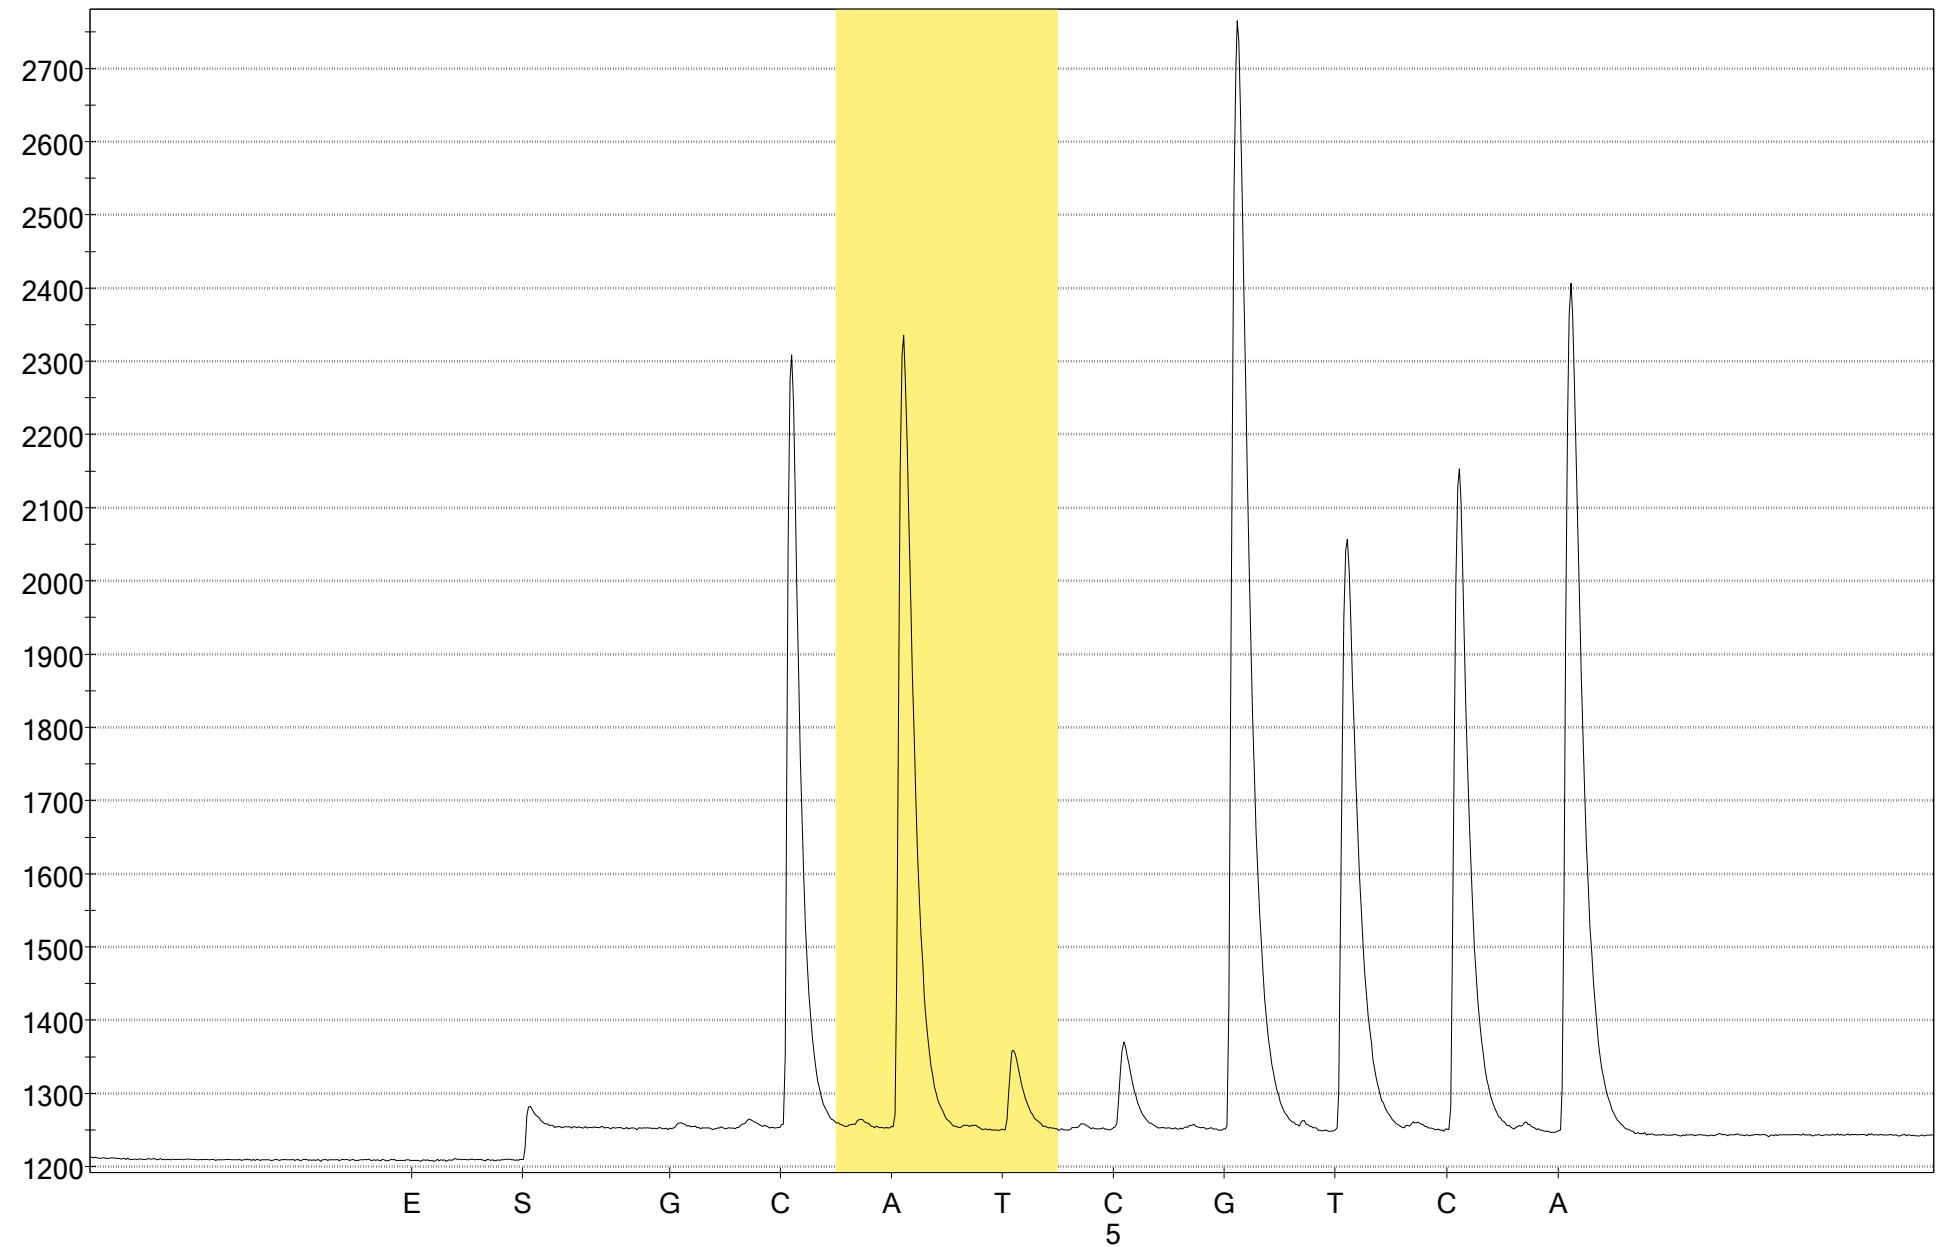

10 uL universal (141+157) - Well G11  
Entry: Rasgrf1  
2: A: 2.9% / T: 97.1%  
(Passed)

A:2.9%  
T:97.1%

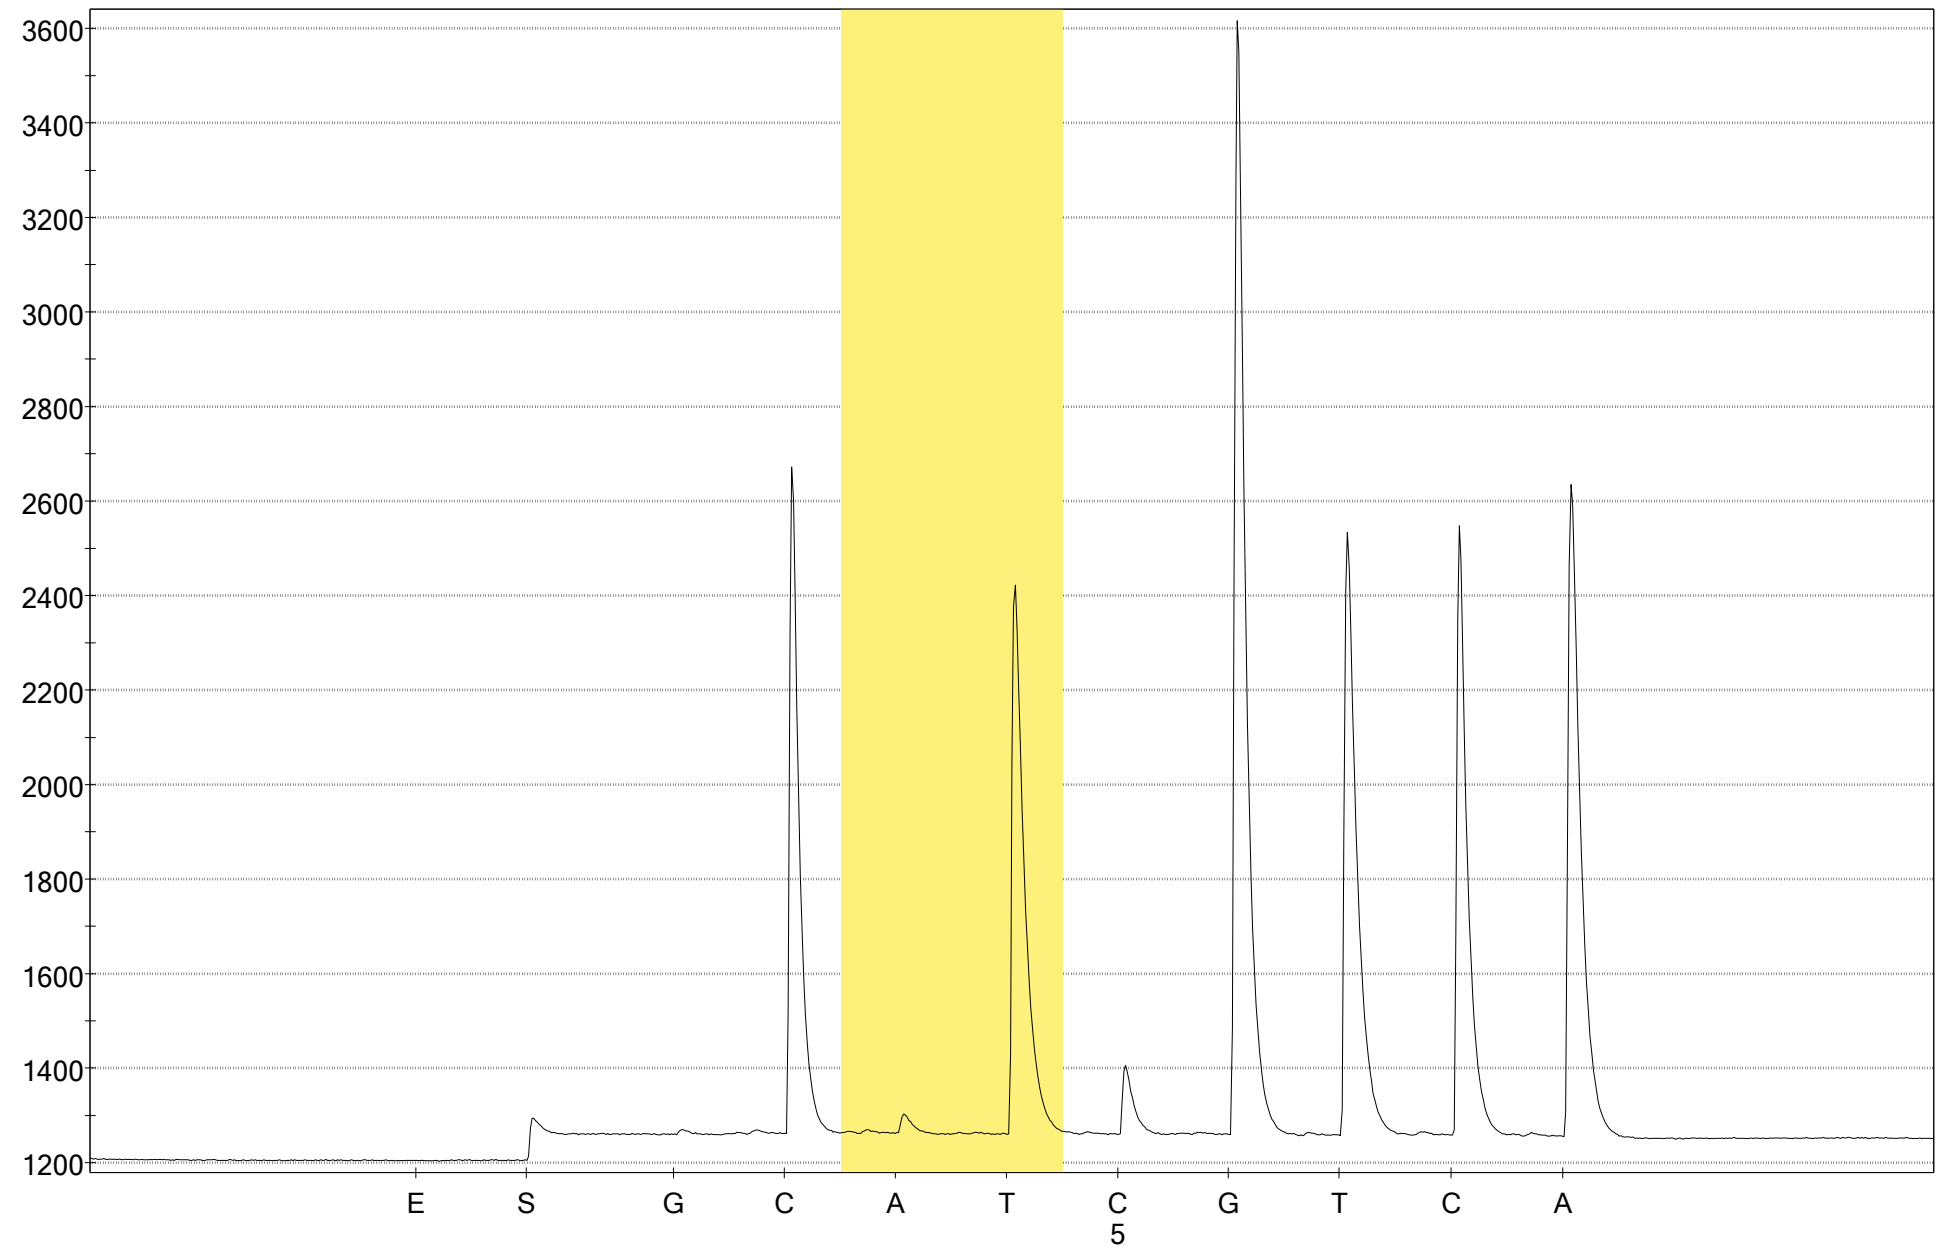

145 - Well G5  
Entry: Rasgrf1  
2: A: 87.7% / T: 12.3%  
(Passed)

A:87.7%  
T:12.3%

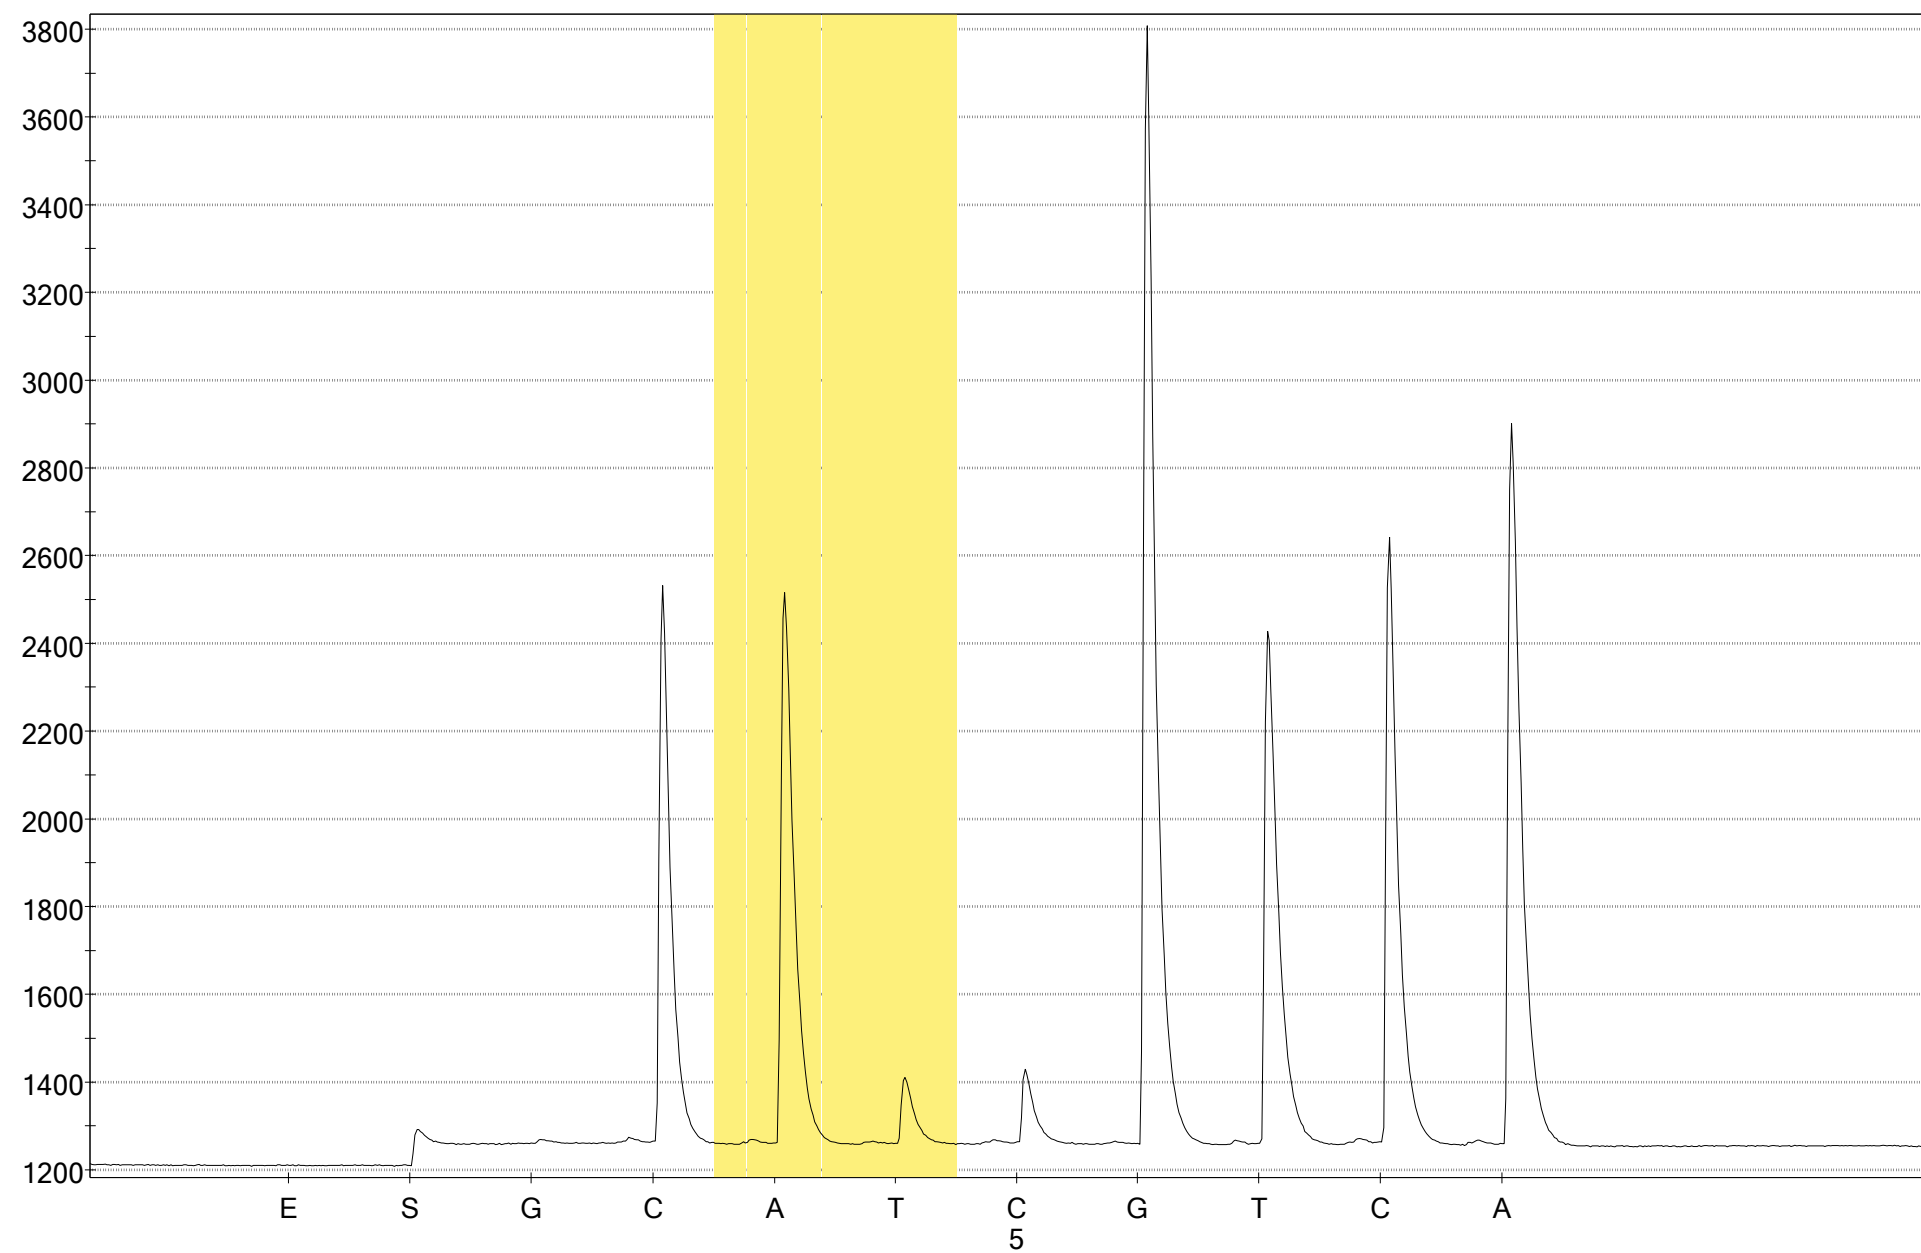

dna - Well G5  
Entry: Rasgrf1  
2: A: 20.3% / T: 79.7%  
(Passed)

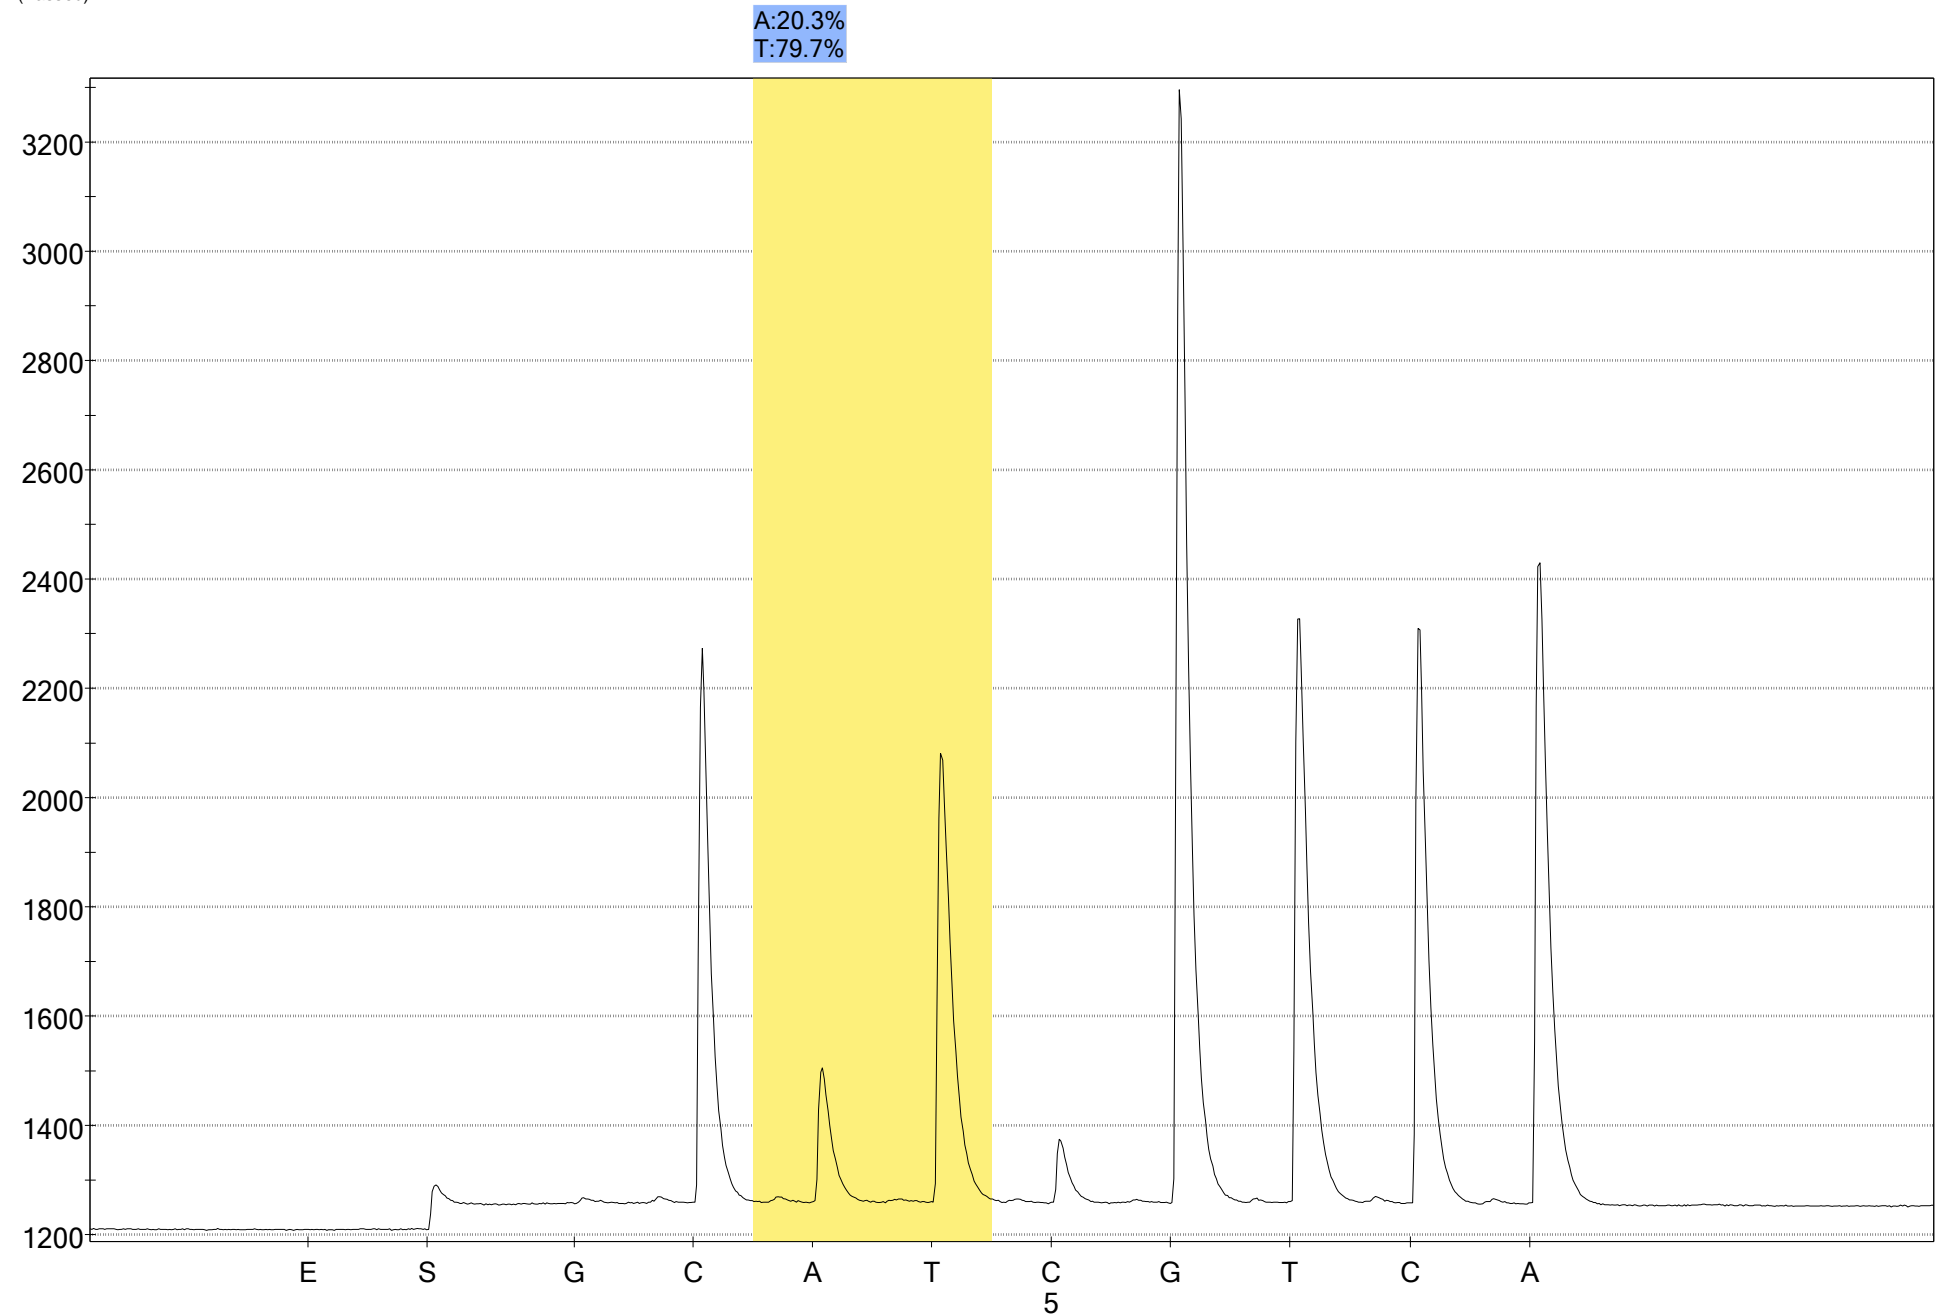

dna - Well G11  
Entry: Rasgrf1  
2: A: 20.4% / T: 79.6%  
(Passed)

A:20.4%  
T:79.6%

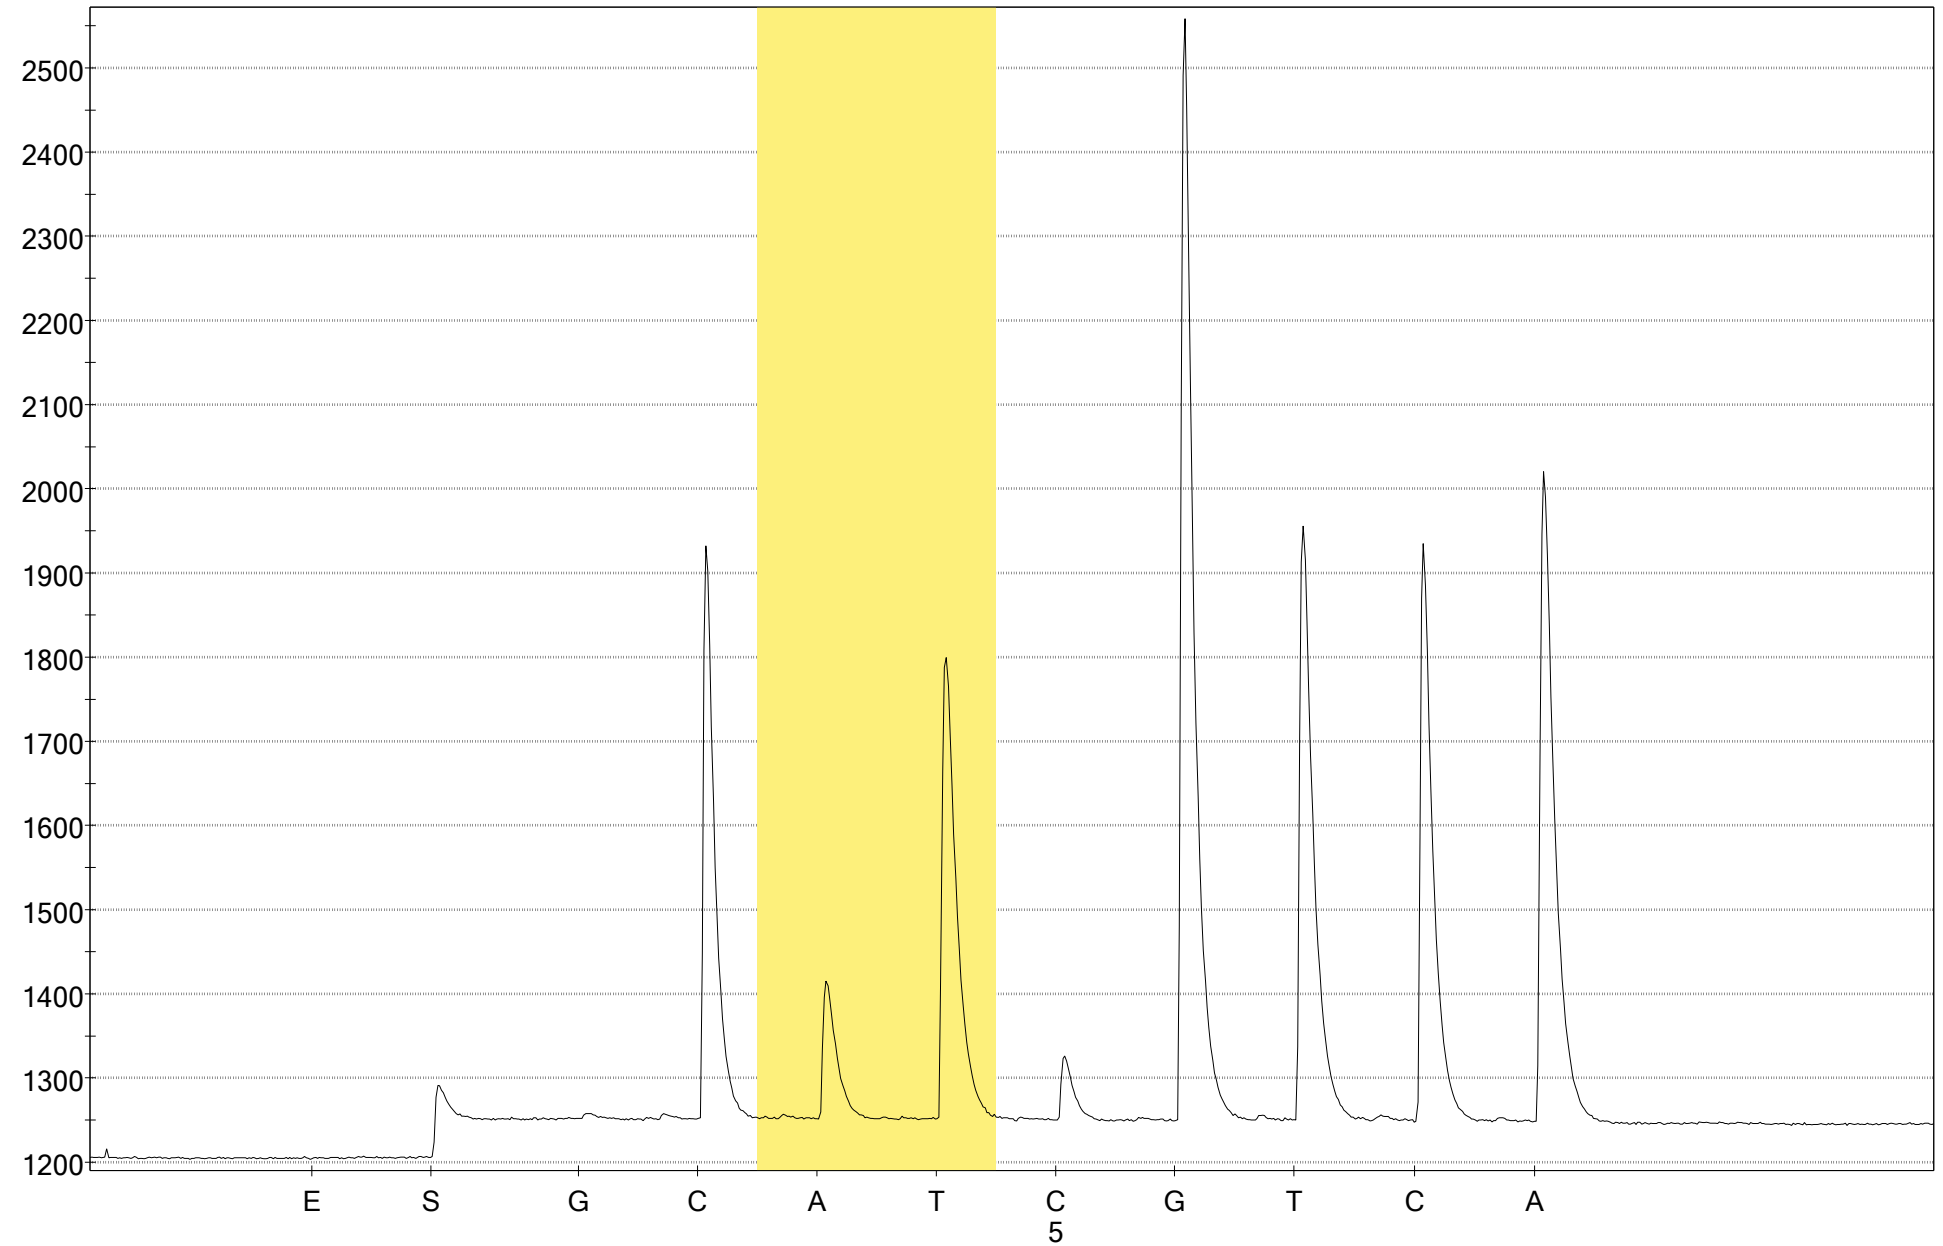

10 uL universal (141+157) - Well F3

Entry: Frat3

1: A: 91.1% / C: 8.9%

(Passed)

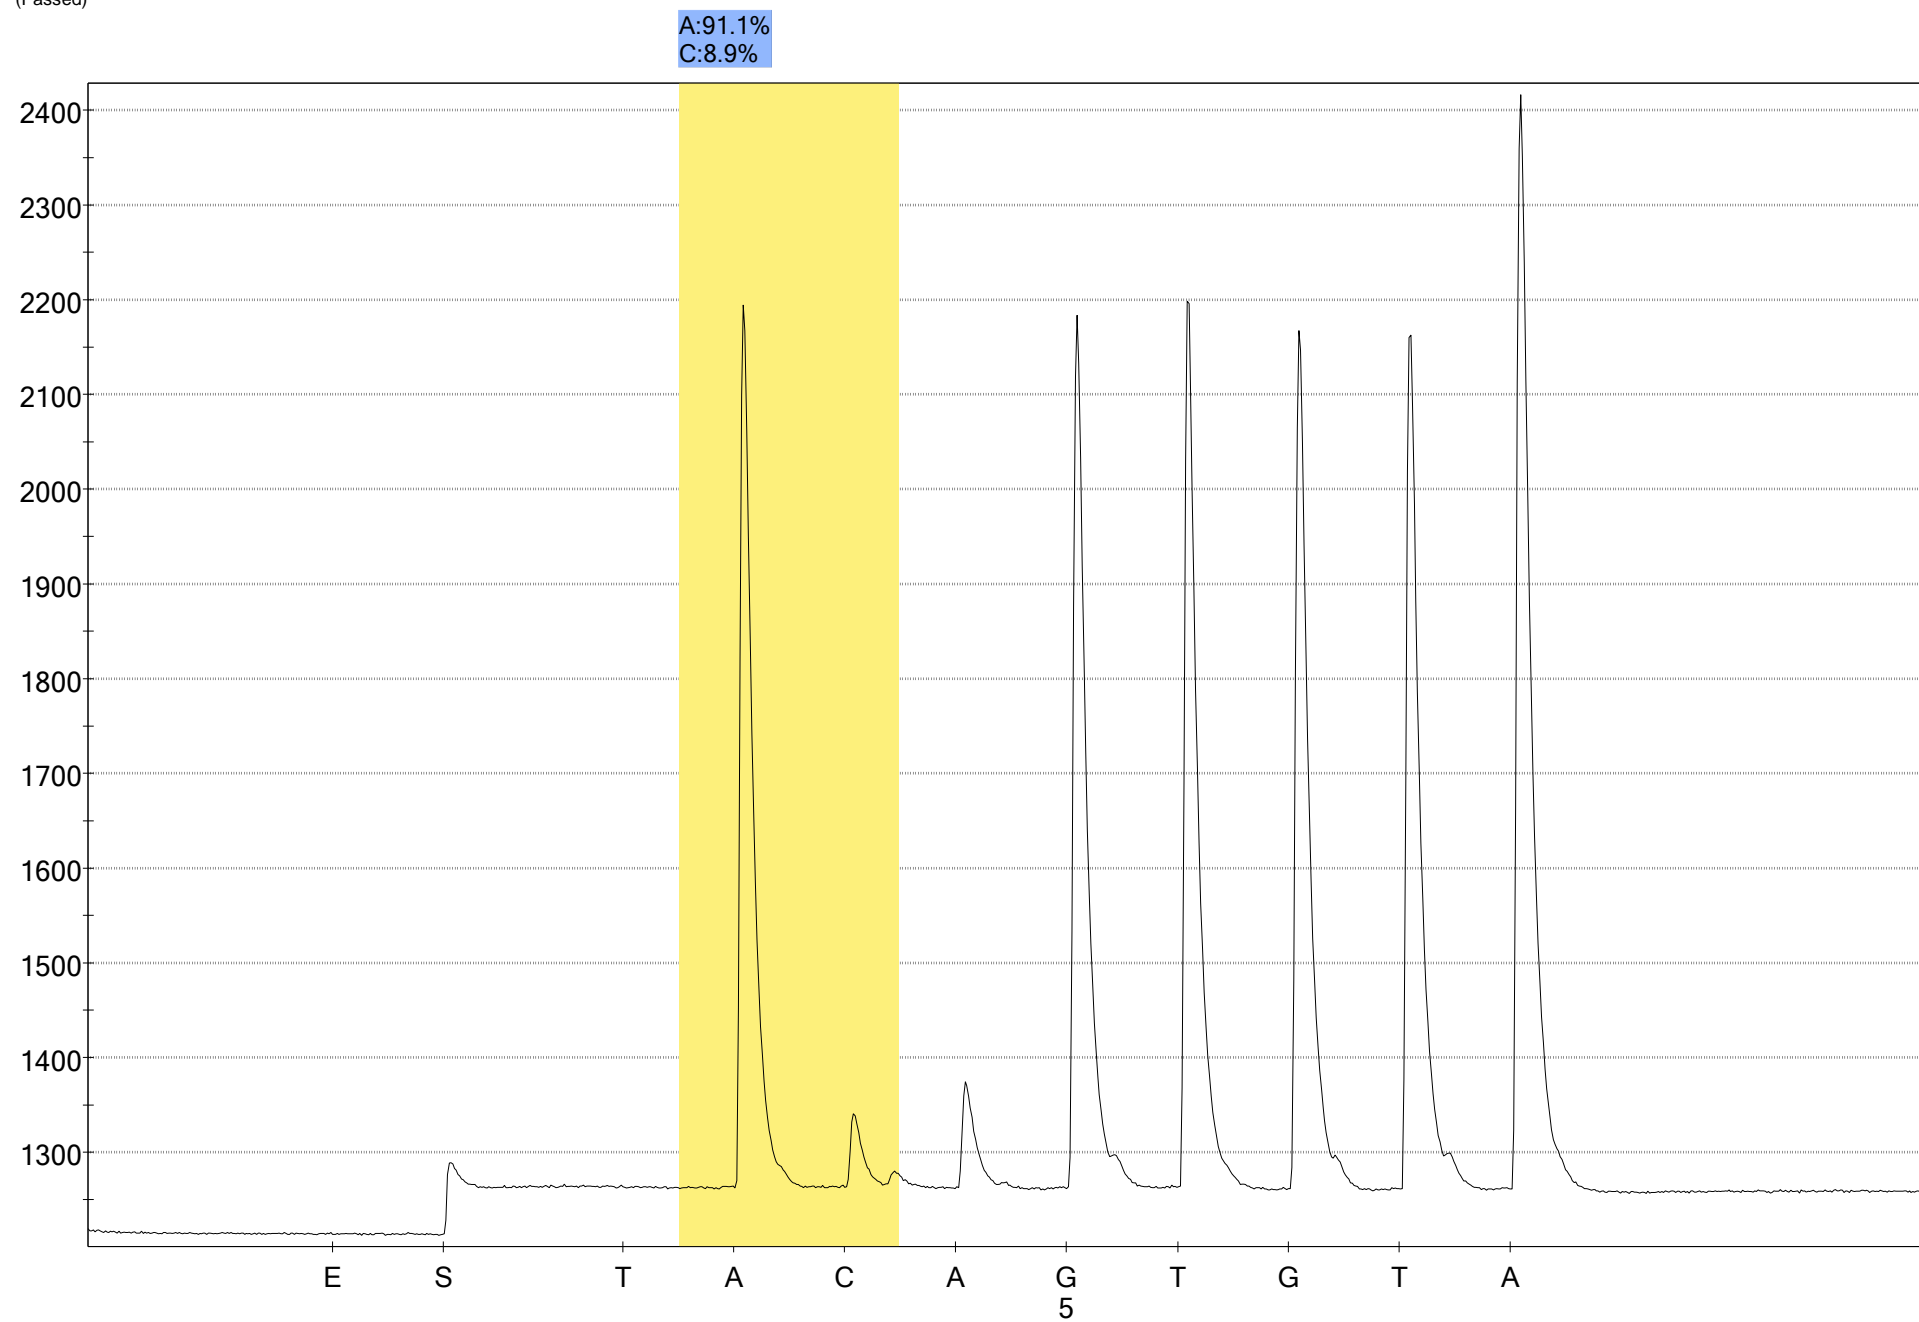

10 uL universal (141+157) - Well F9

Entry: Frat3

1: A: 4.7% / C: 95.3%

(Passed)

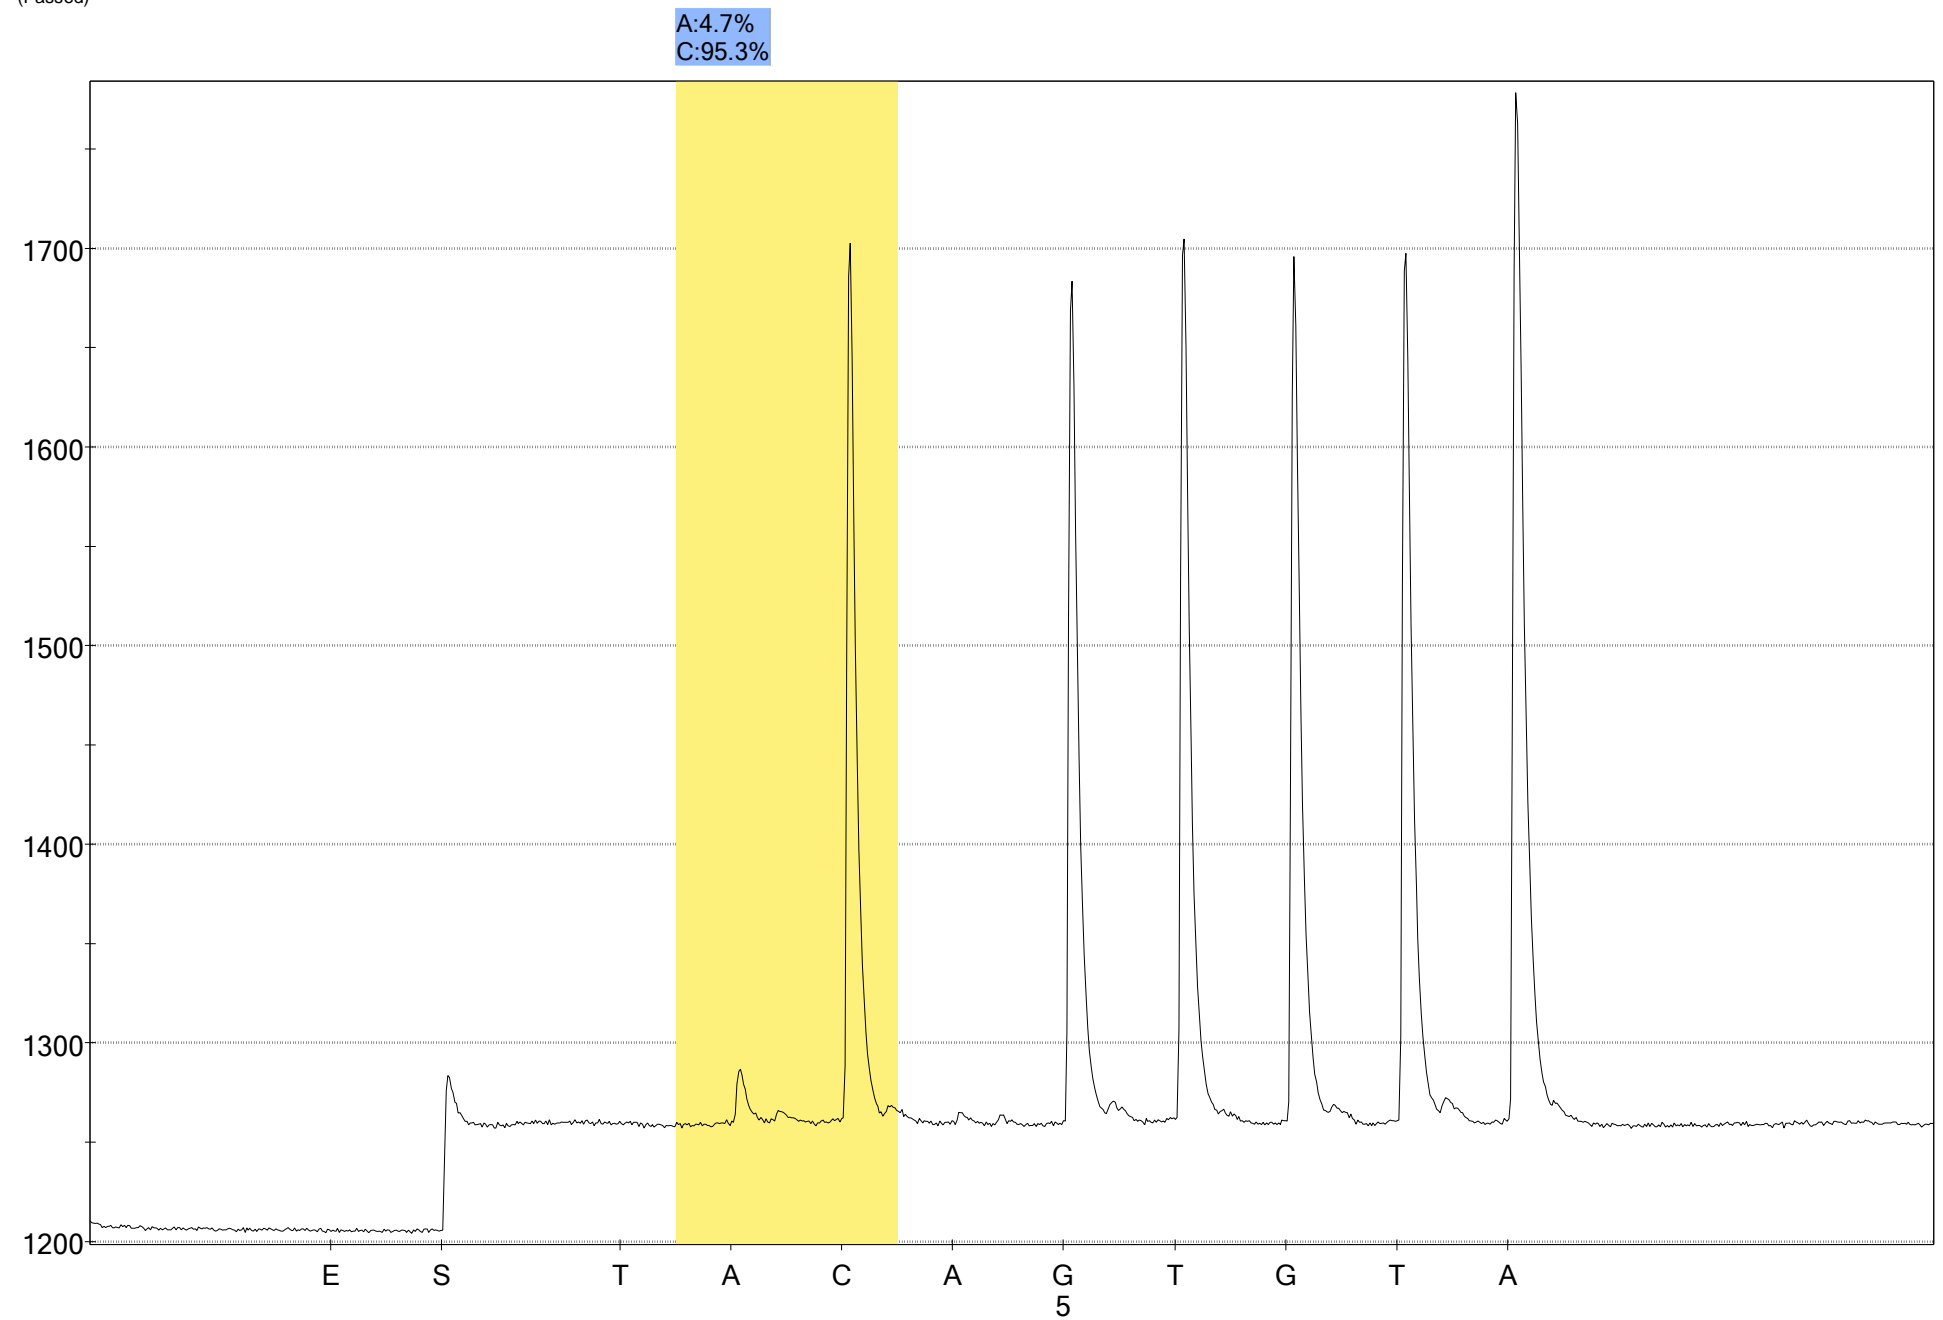

145 - Well F3  
Entry: Frat3  
1: A: 91.3% / C: 8.7%  
(Passed)

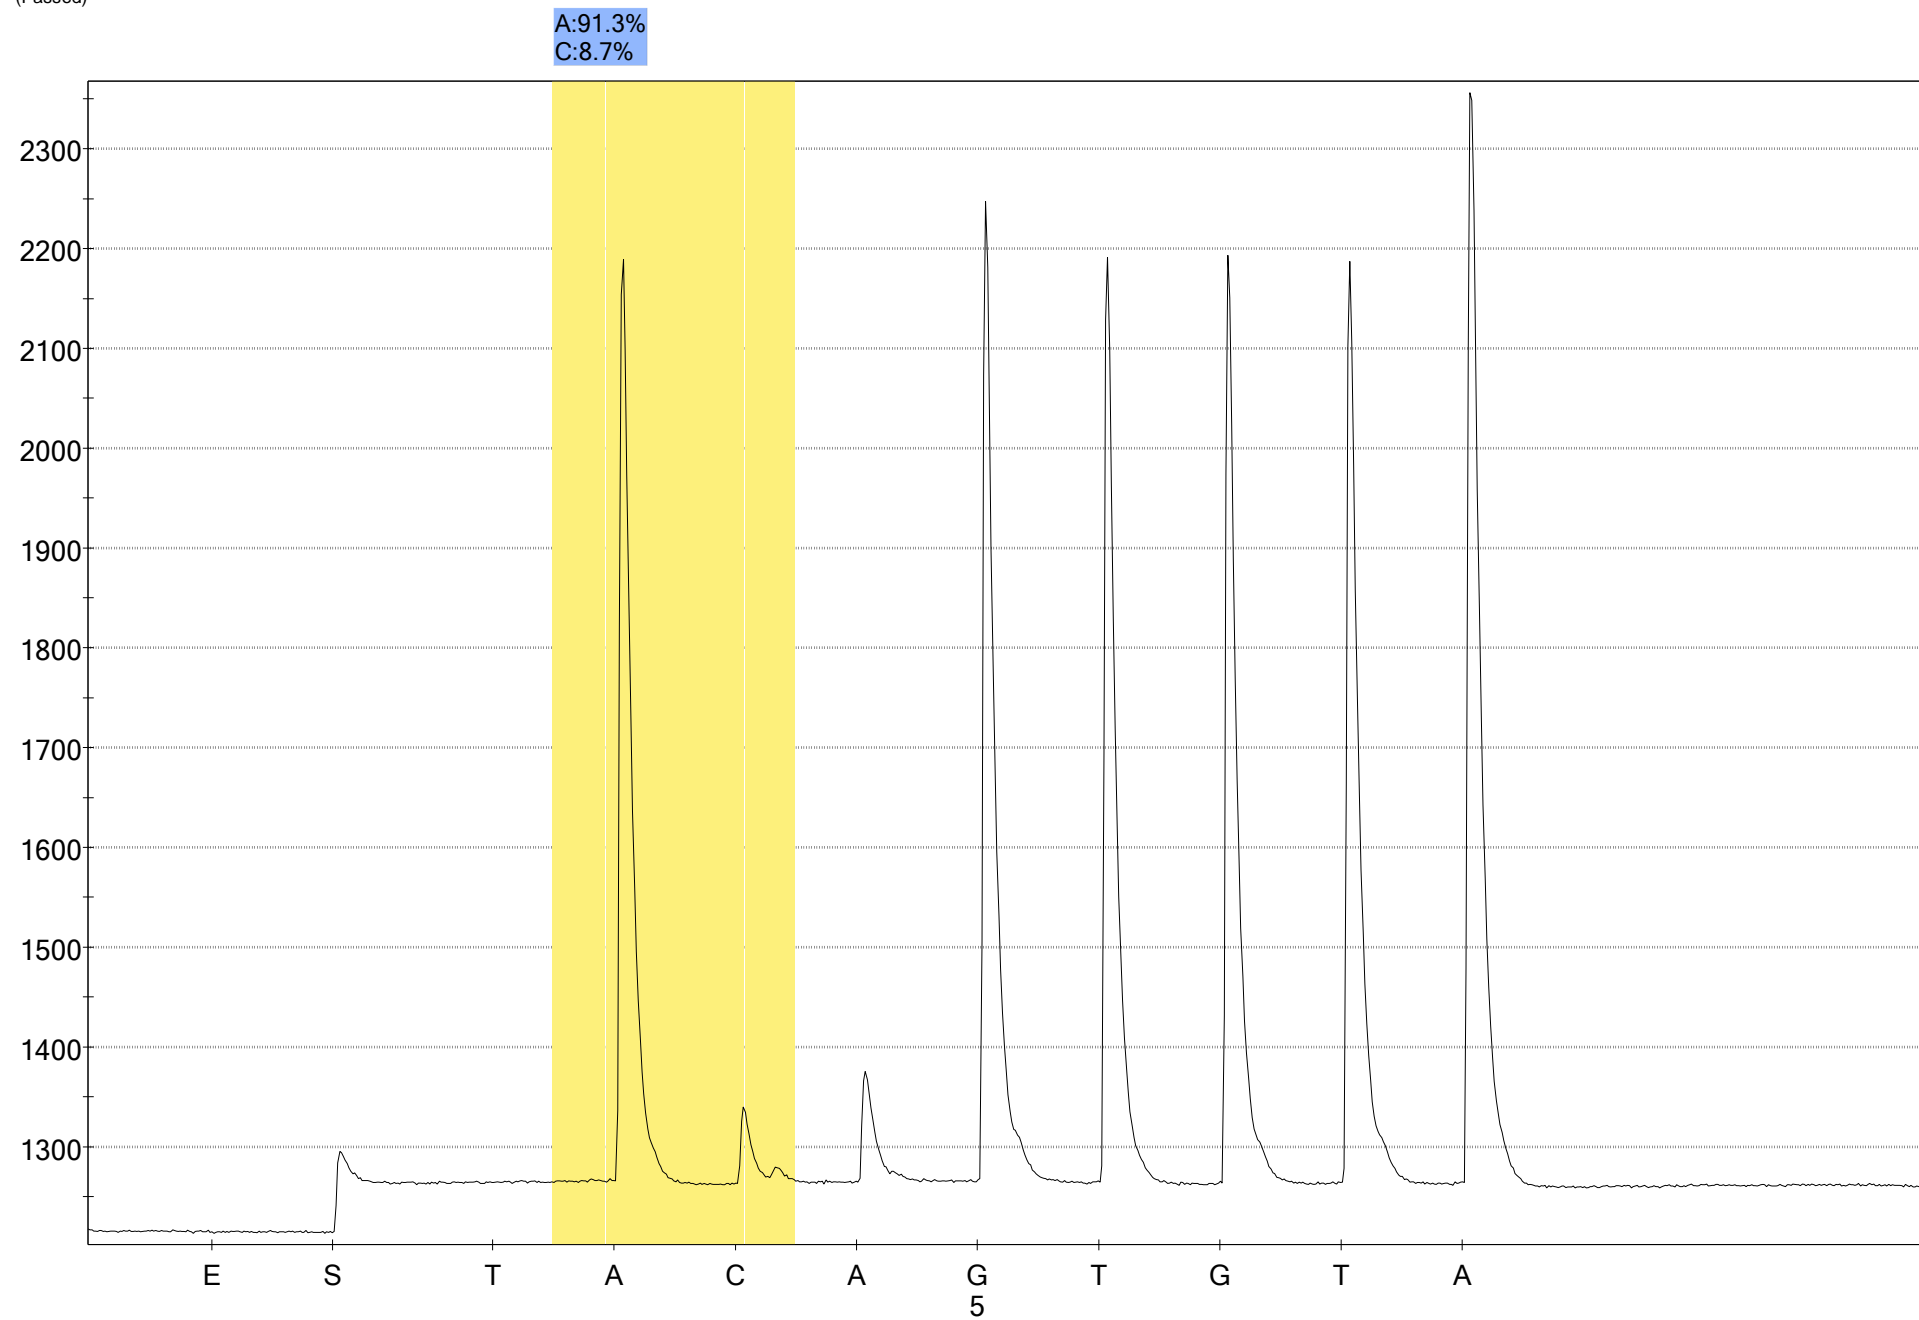

dna - Well F3  
Entry: Frat3  
1: A: 53.6% / C: 46.4%  
(Passed)

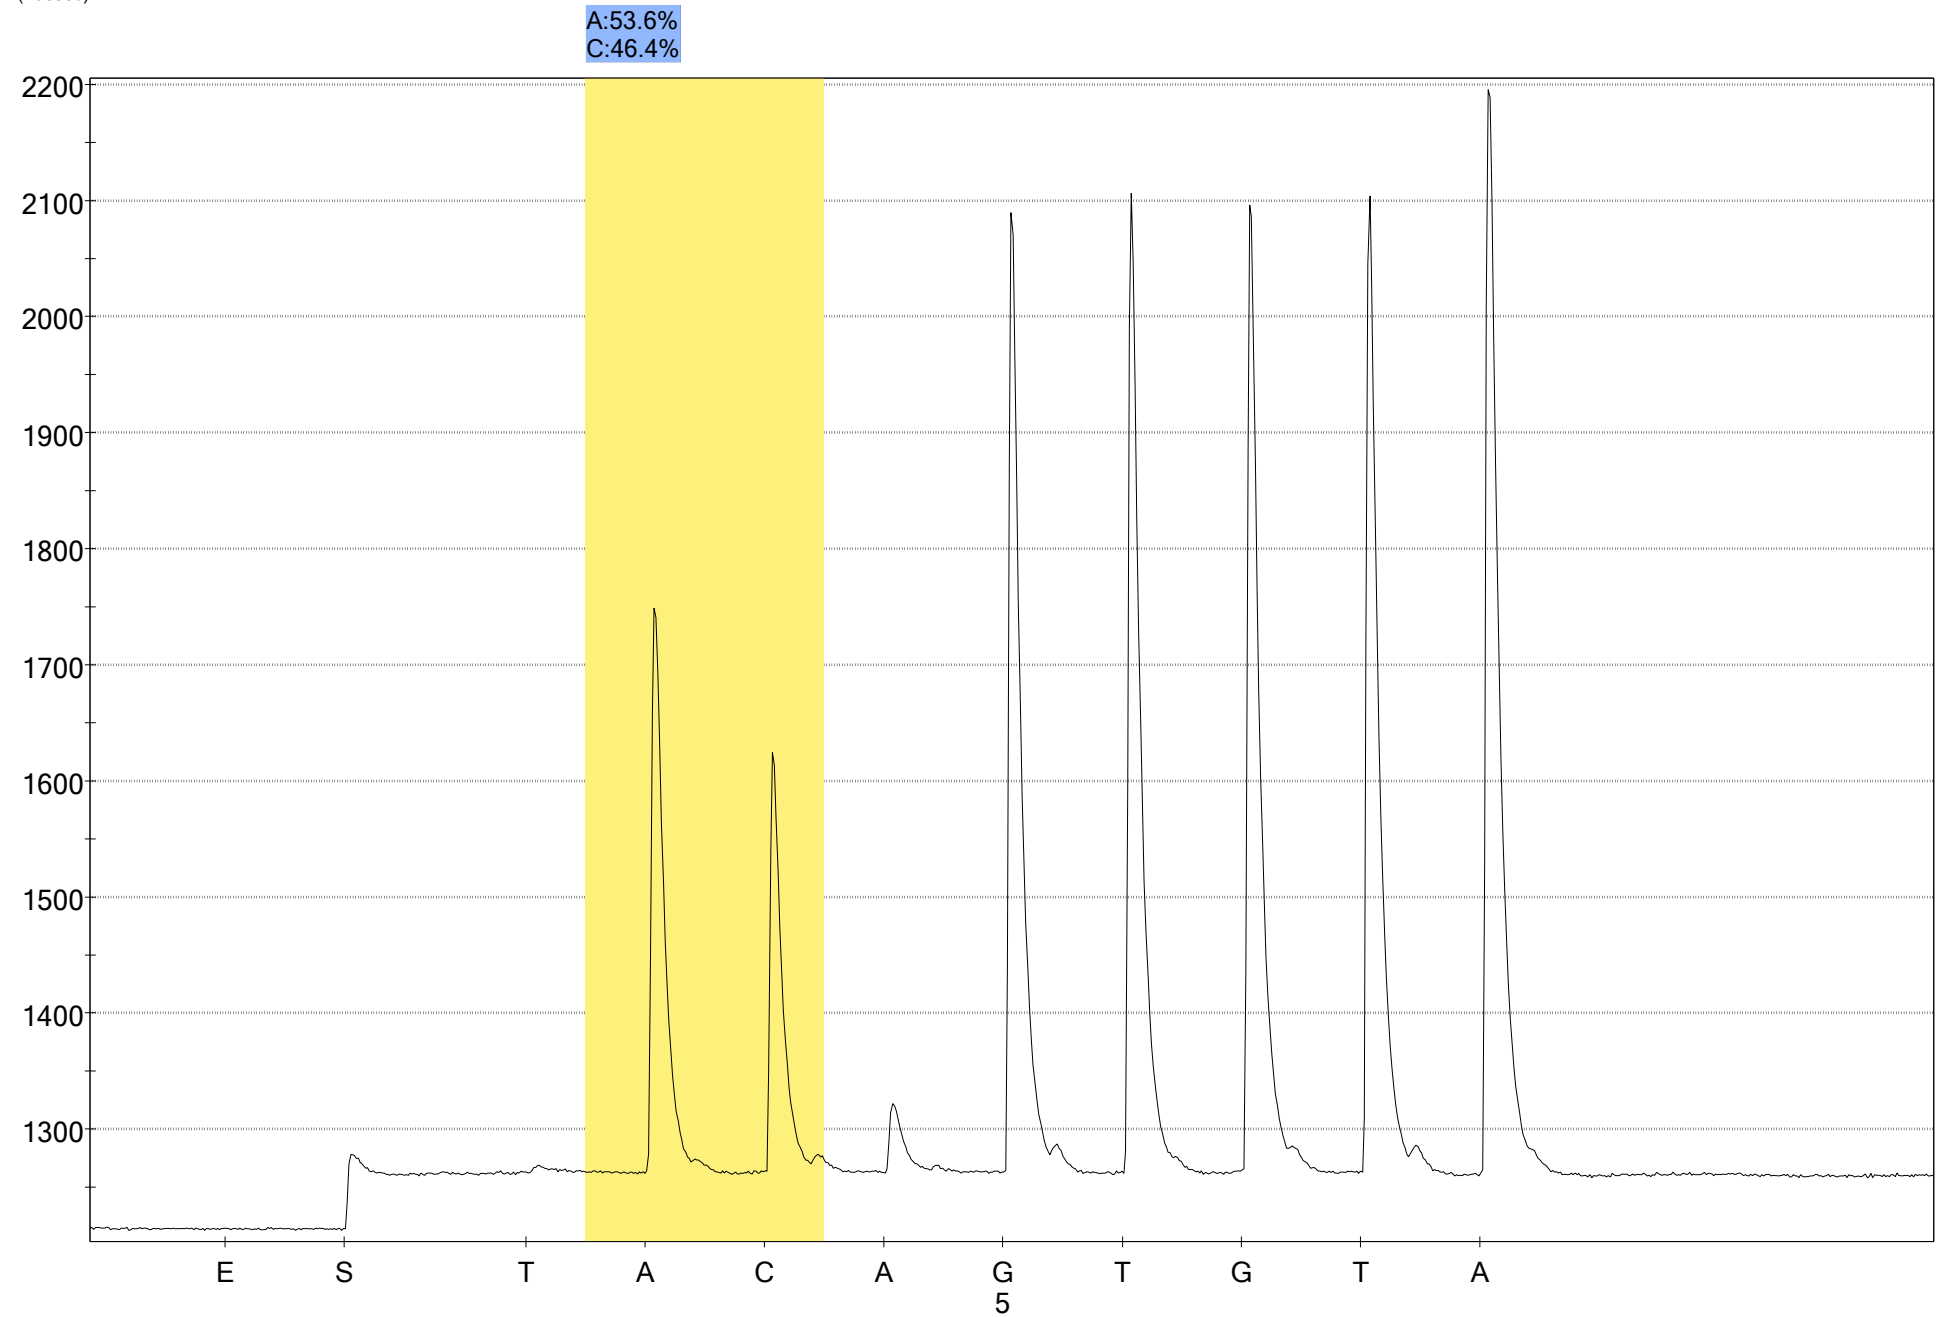

dna - Well F9  
Entry: Frat3  
1: A: 50.9% / C: 49.1%  
(Passed)

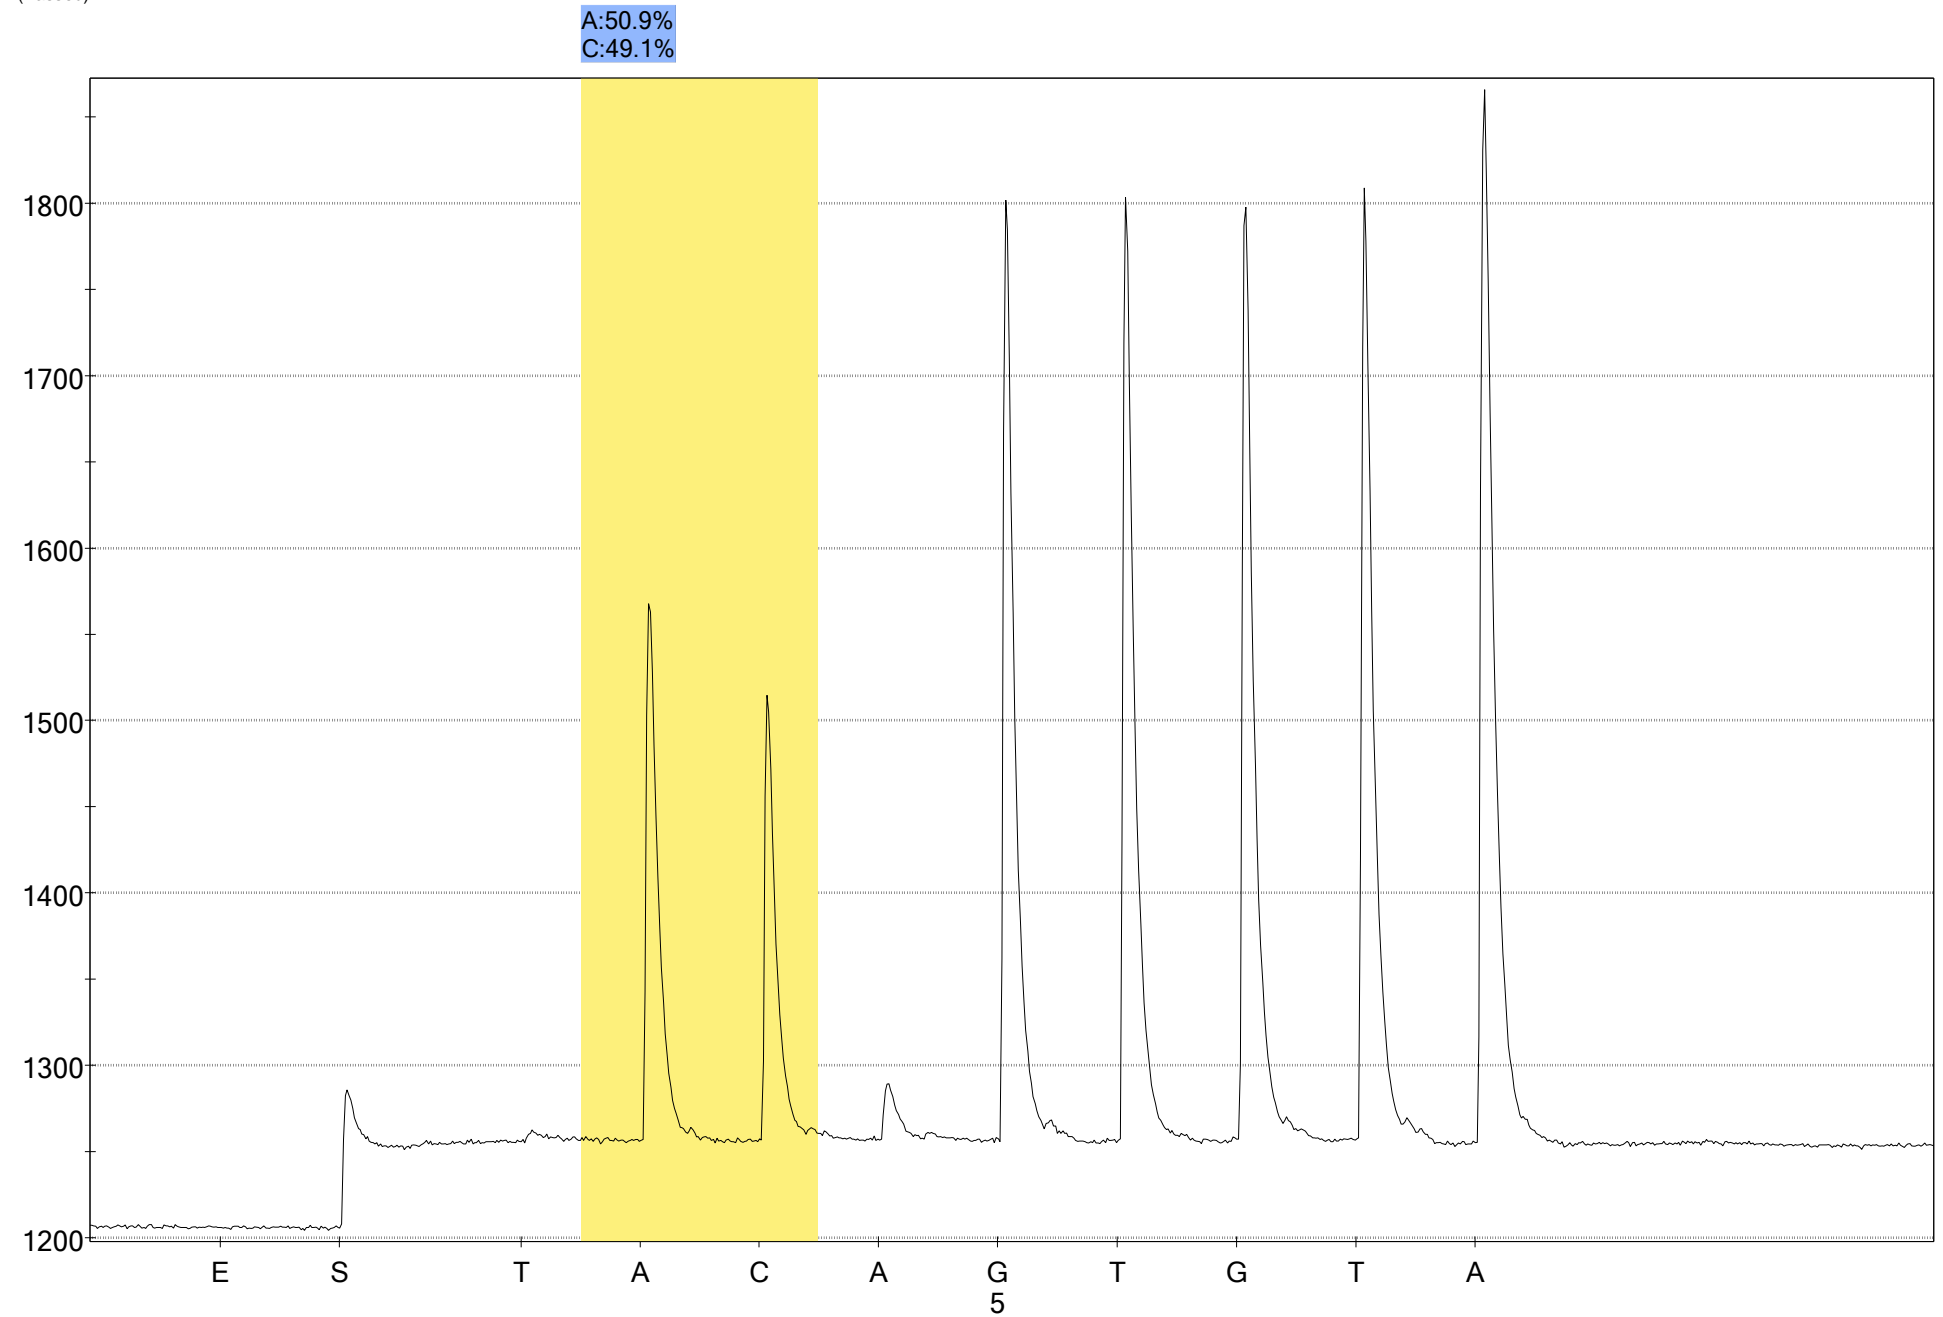

10 uL universal (141+157) - Well G3

Entry: Gnas

1: C: 1.7% / T: 98.3%

(Passed)

C:1.7%  
T:98.3%

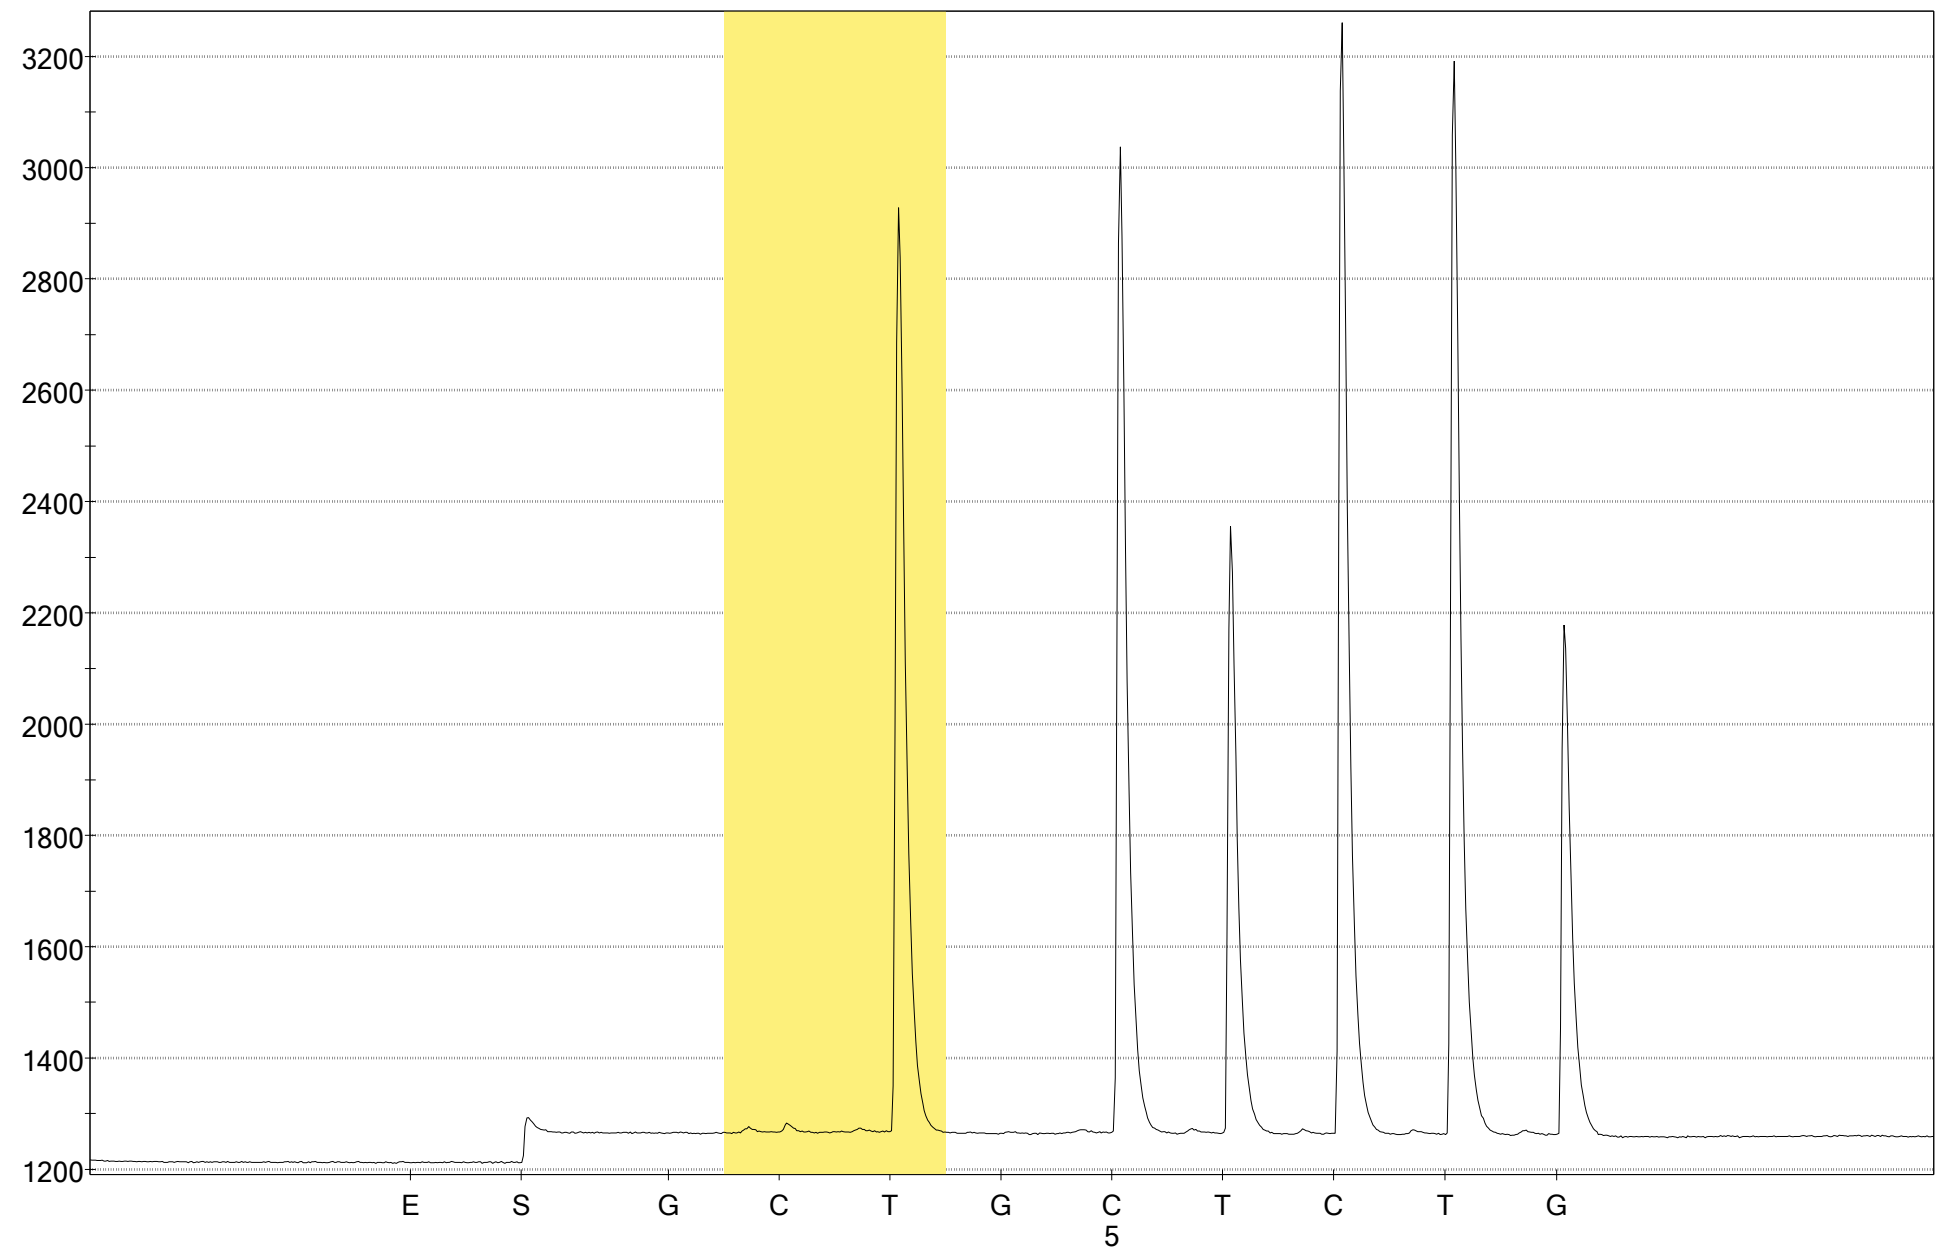

10 uL universal (141+157) - Well G9

Entry: Gnas

1: C: 95.9% / T: 4.1%

(Passed)

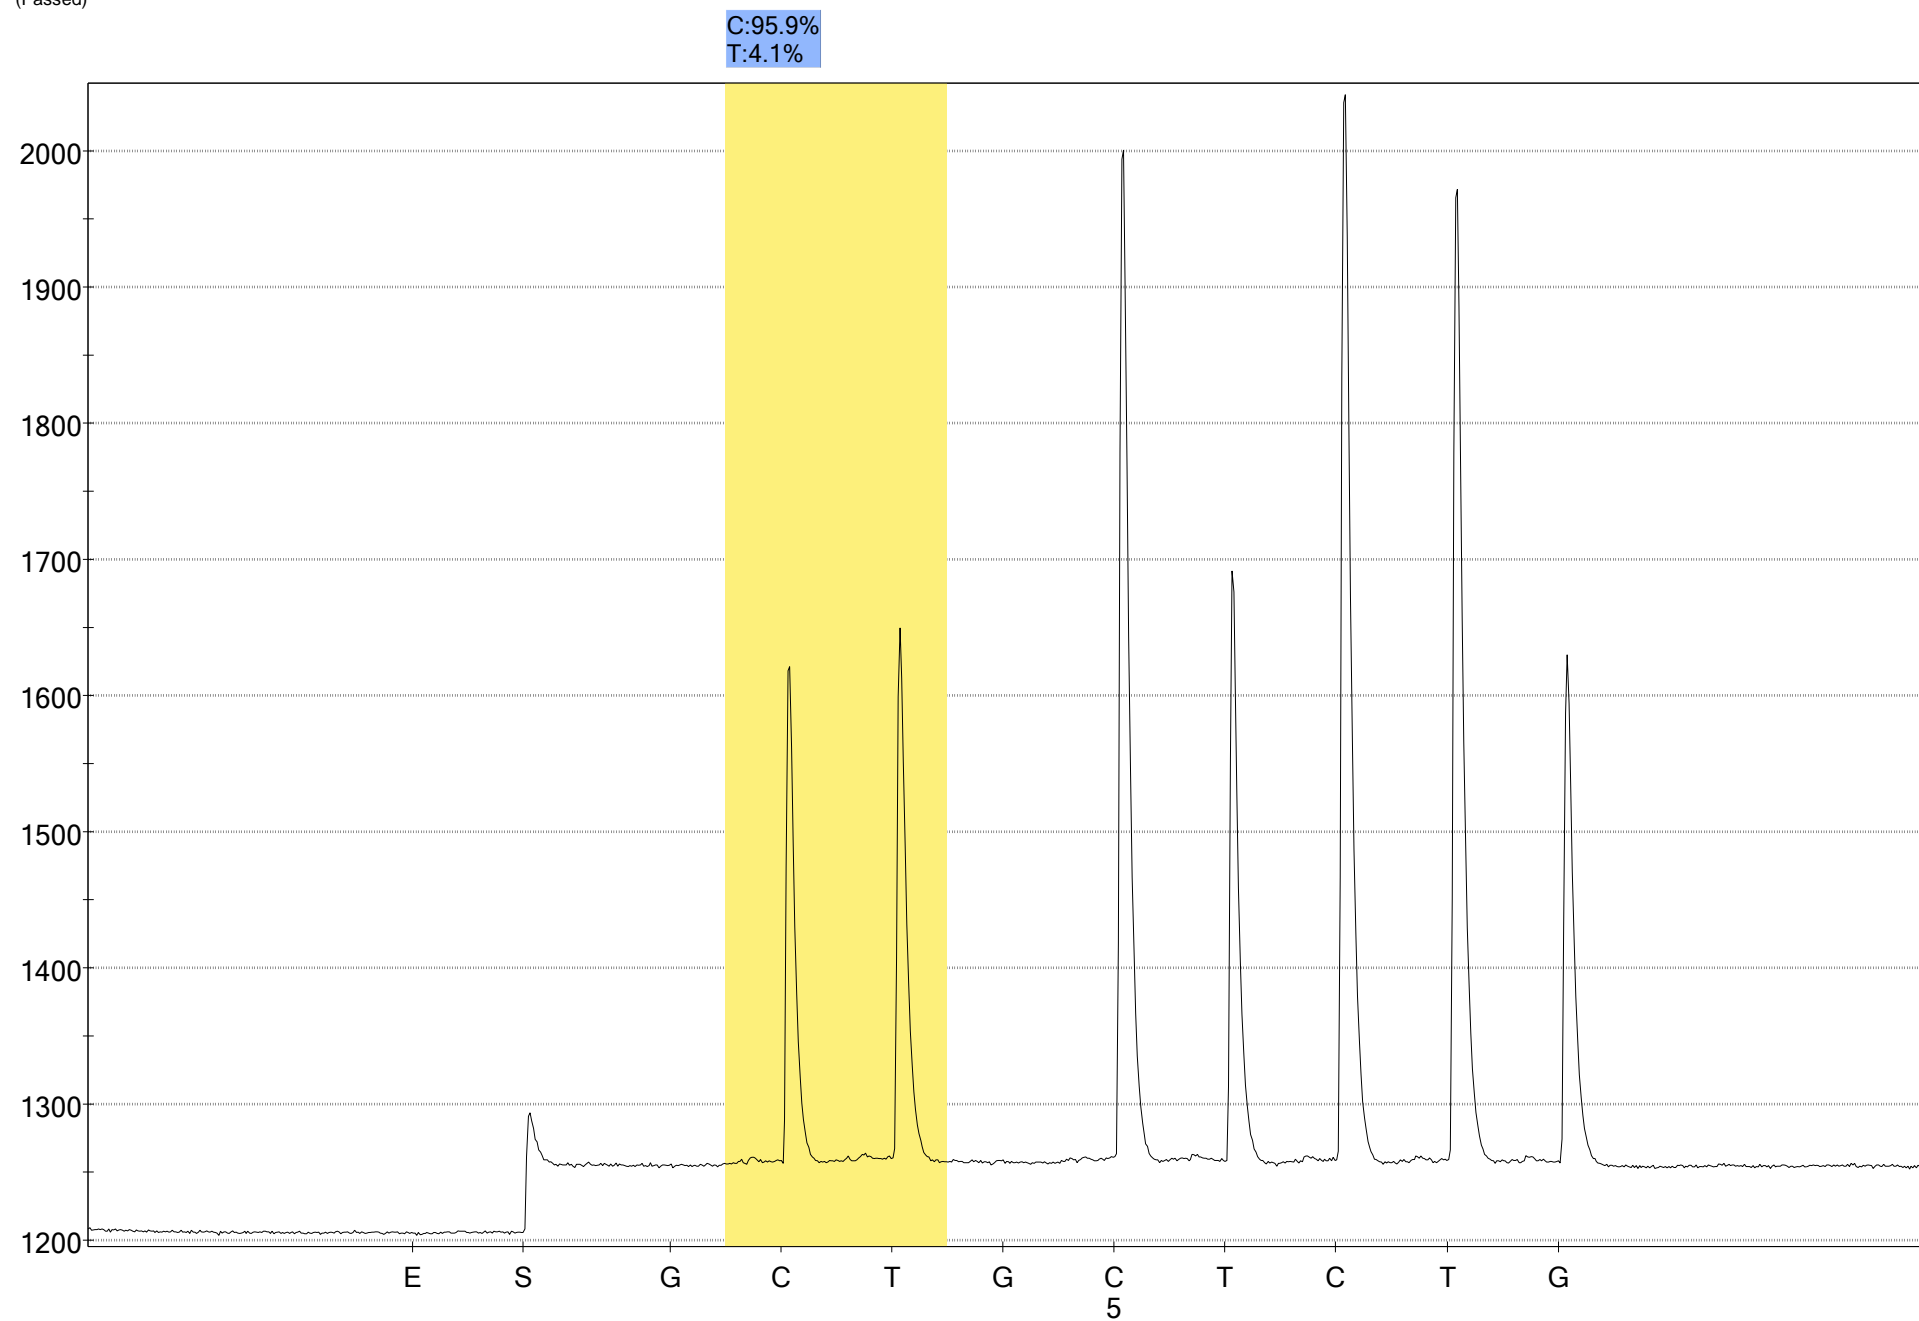

145 - Well G3  
Entry: Gnas  
1: C: 2.1% / T: 97.9%  
(Passed)

C:2.1%  
T:97.9%

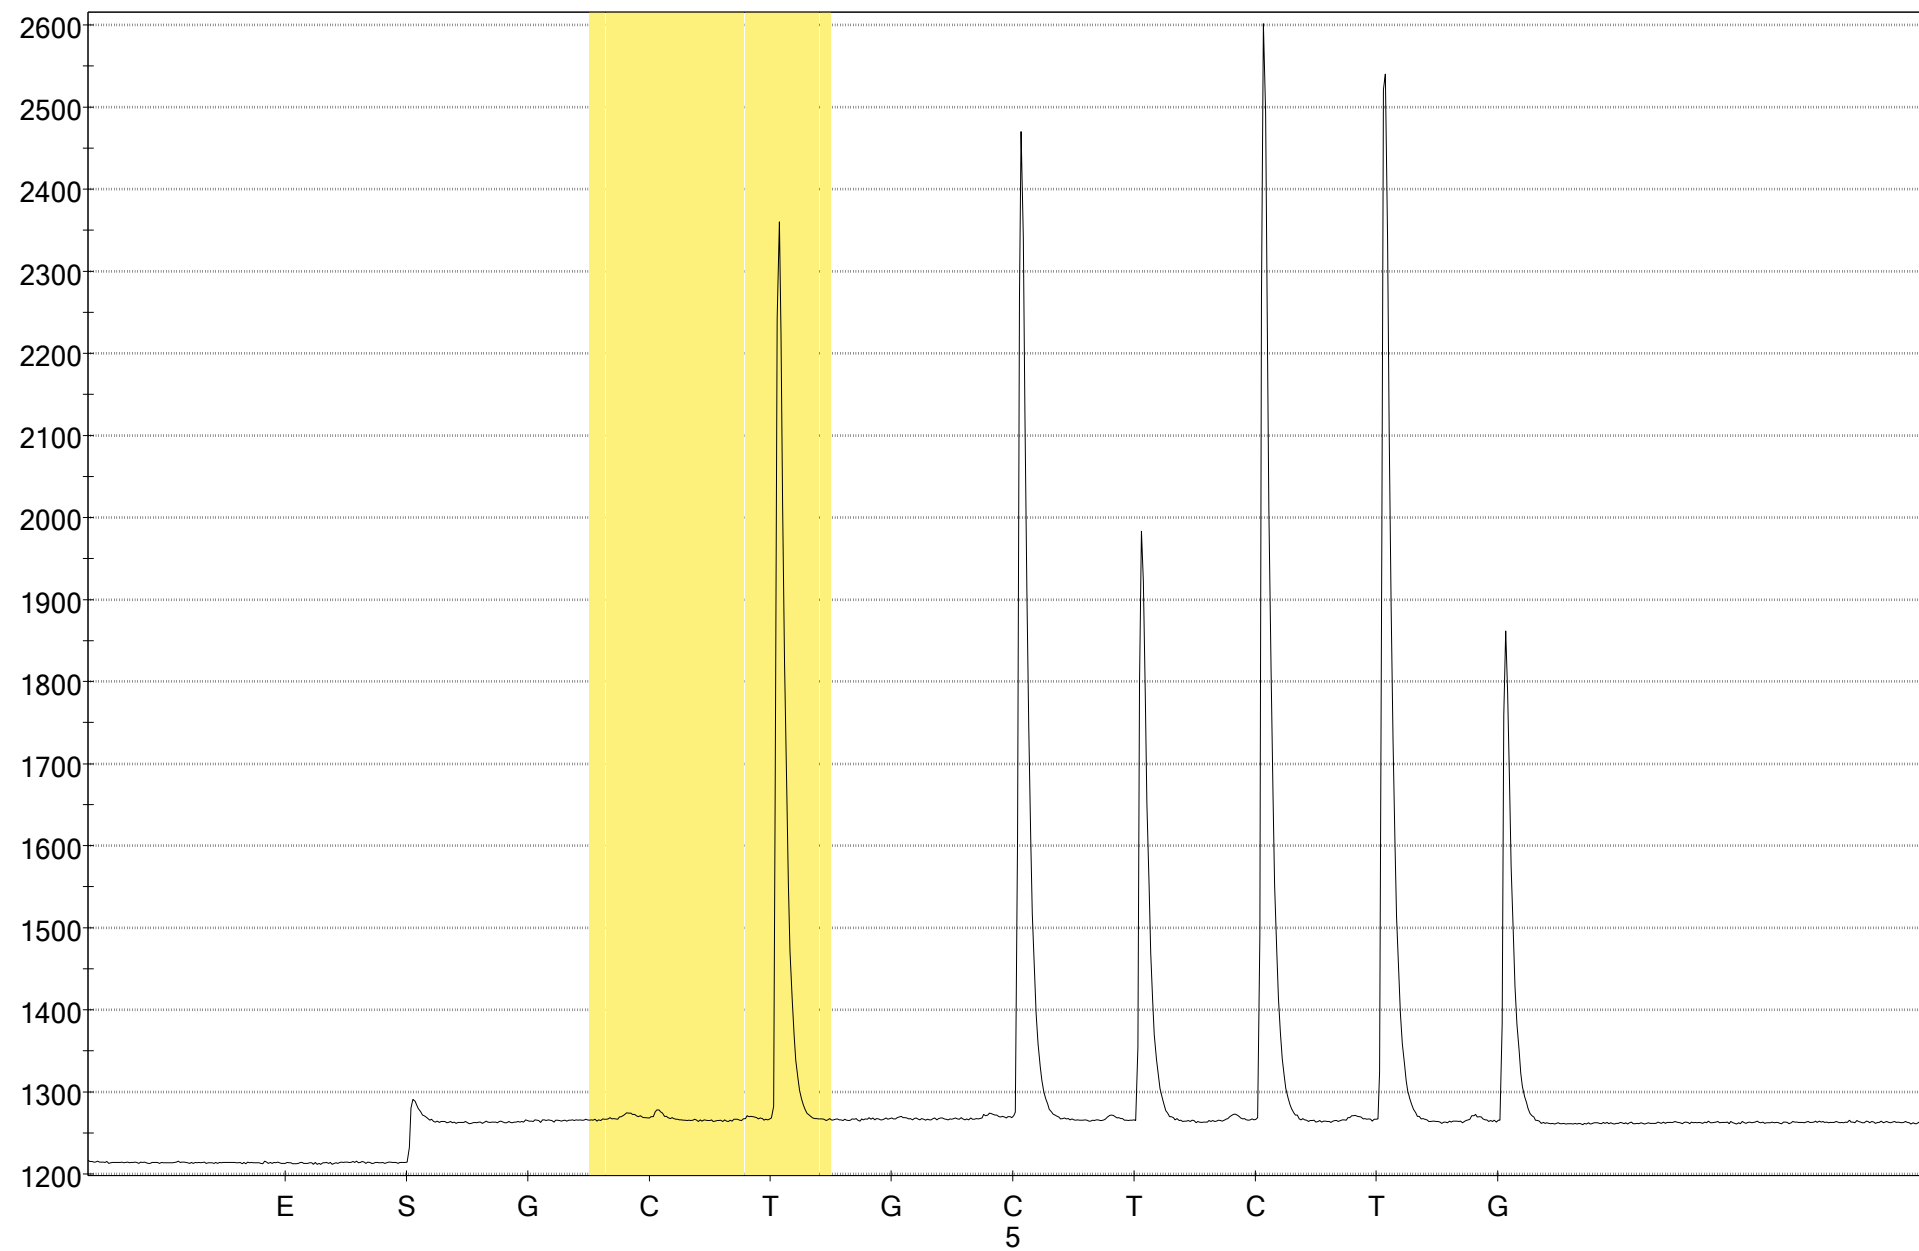

dna - Well G3  
Entry: Gnas  
1: C: 50.8% / T: 49.2%  
(Passed)

C:50.8%  
T:49.2%

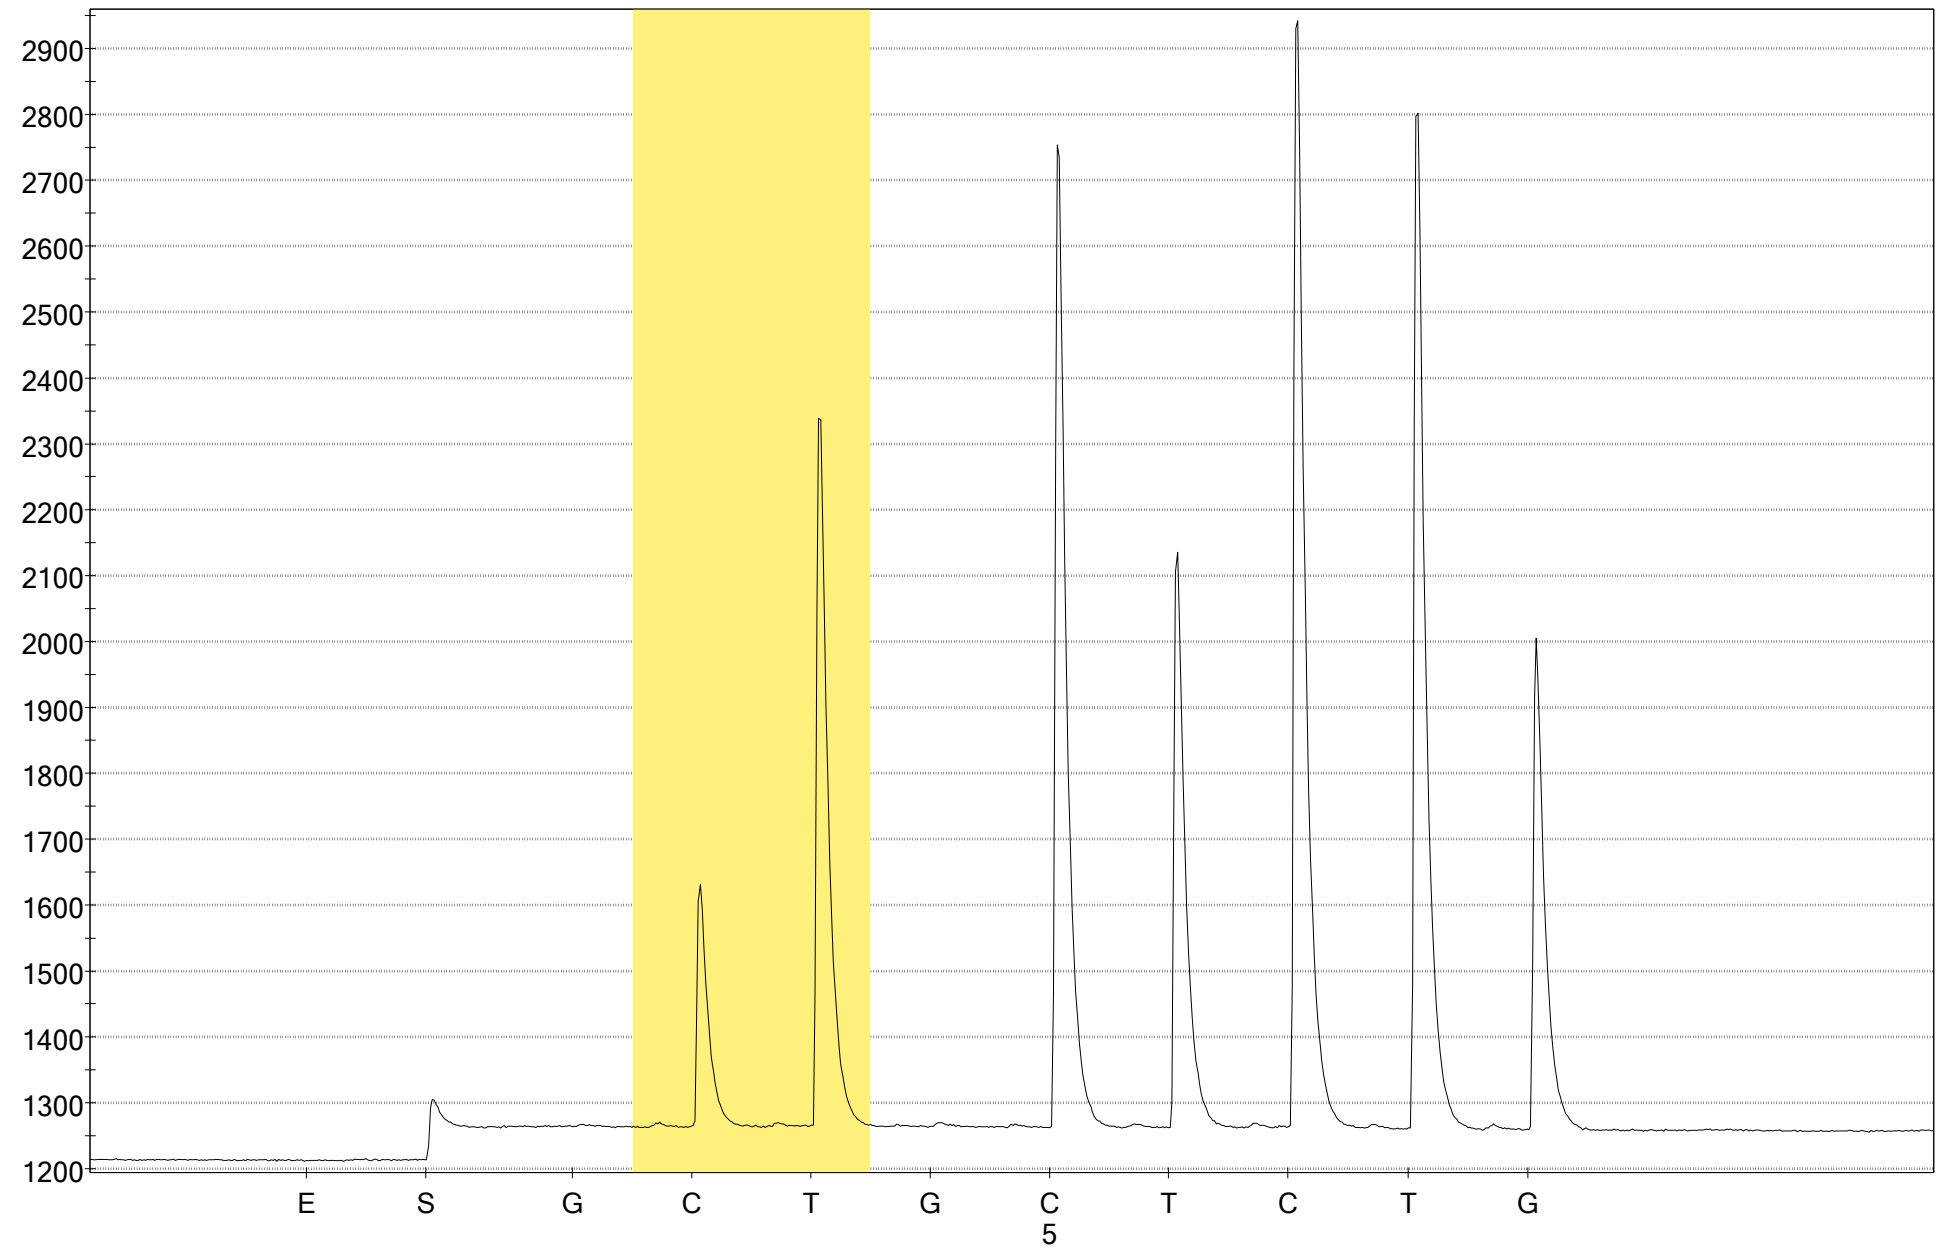

dna - Well G9  
Entry: Gnas  
1: C: 48.3% / T: 51.7%  
(Passed)

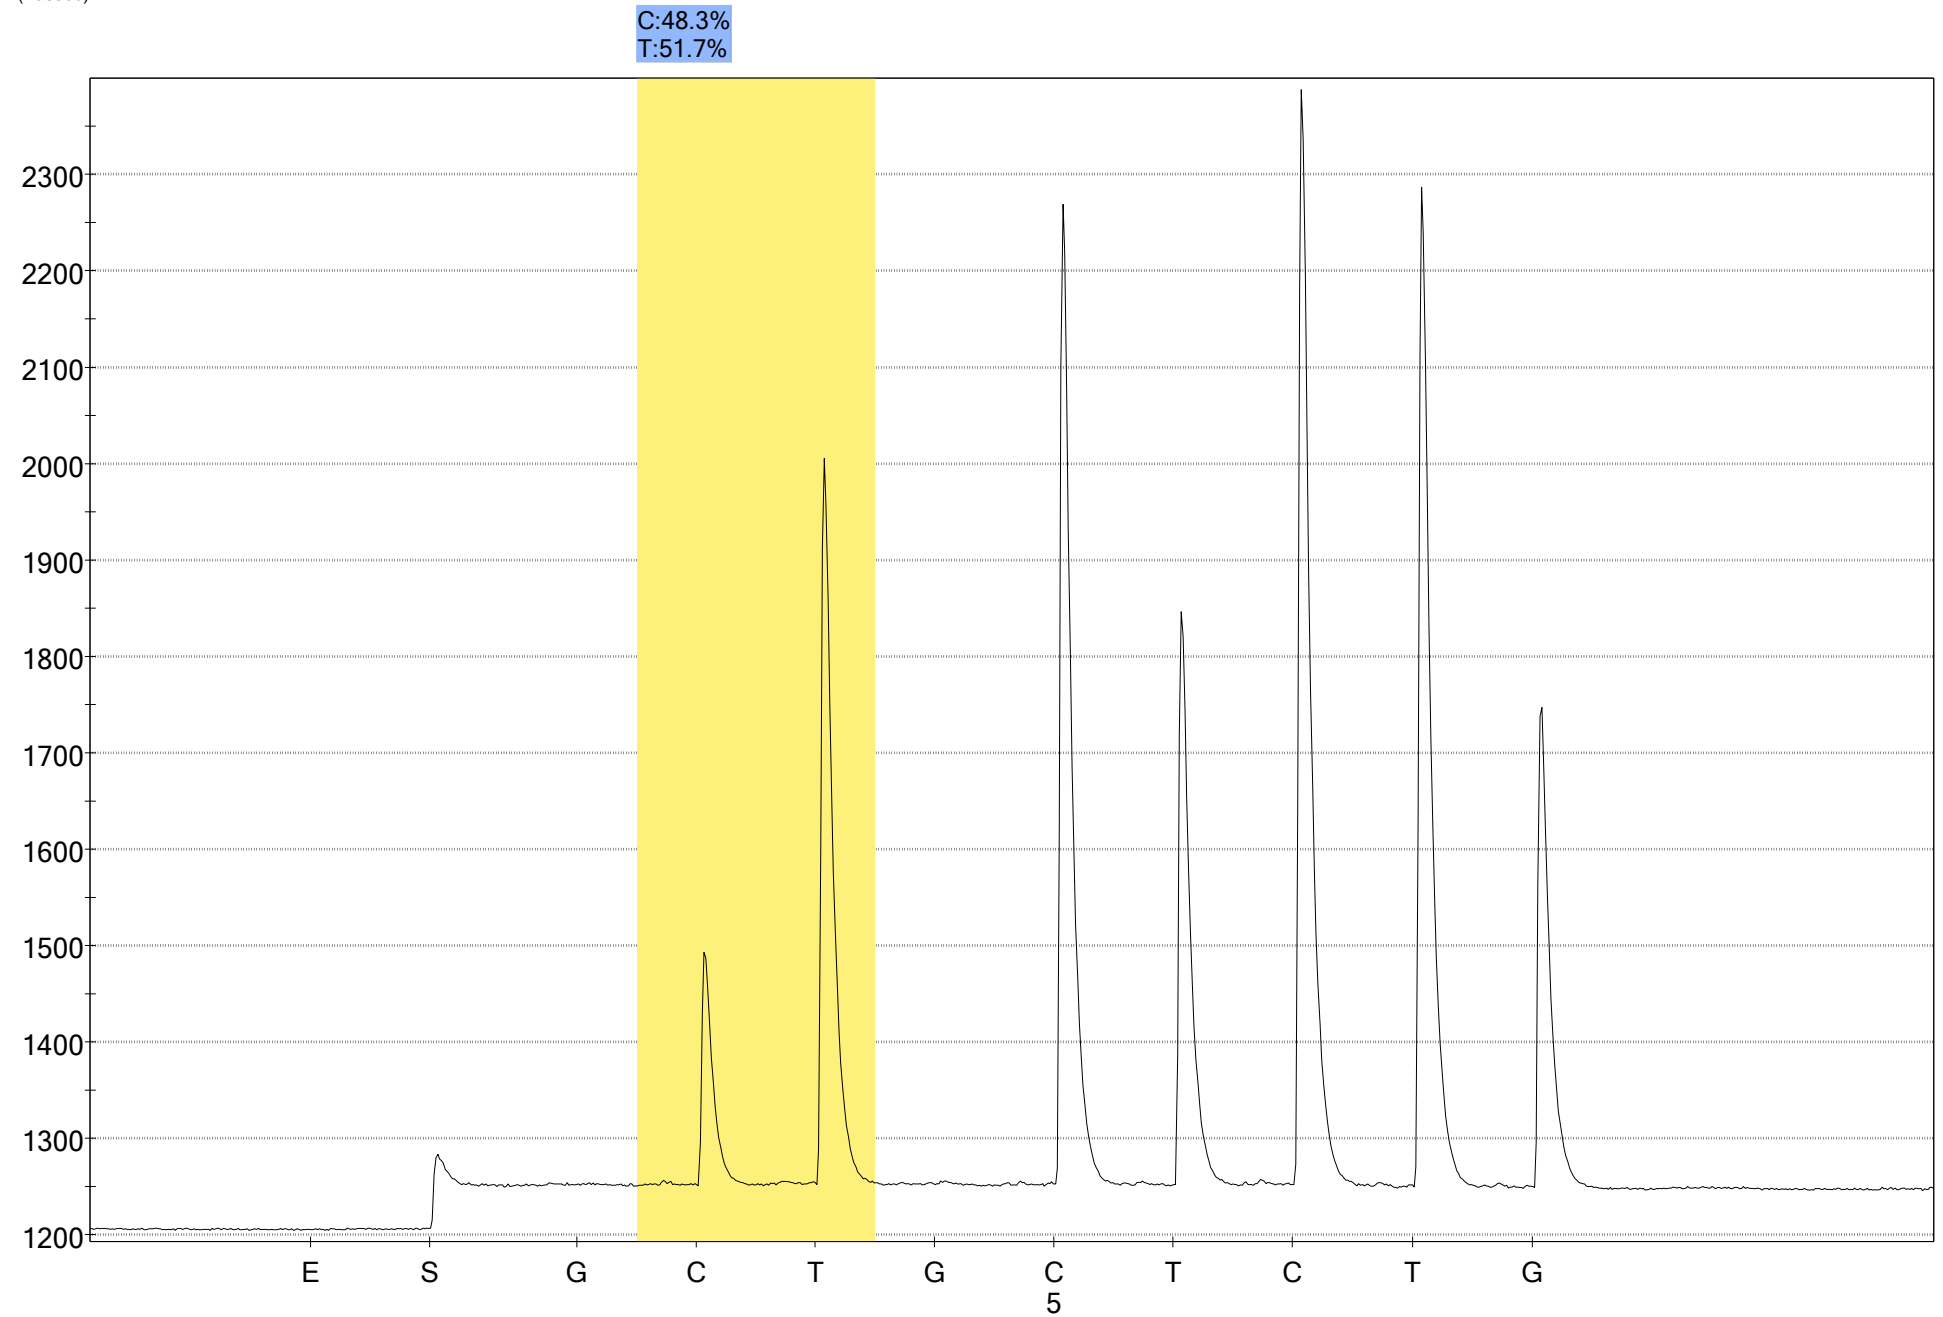

10 uL universal (141+157) - Well C3  
Entry: DOKist4  
1: T: 97.1% / C: 2.9%  
(Passed)

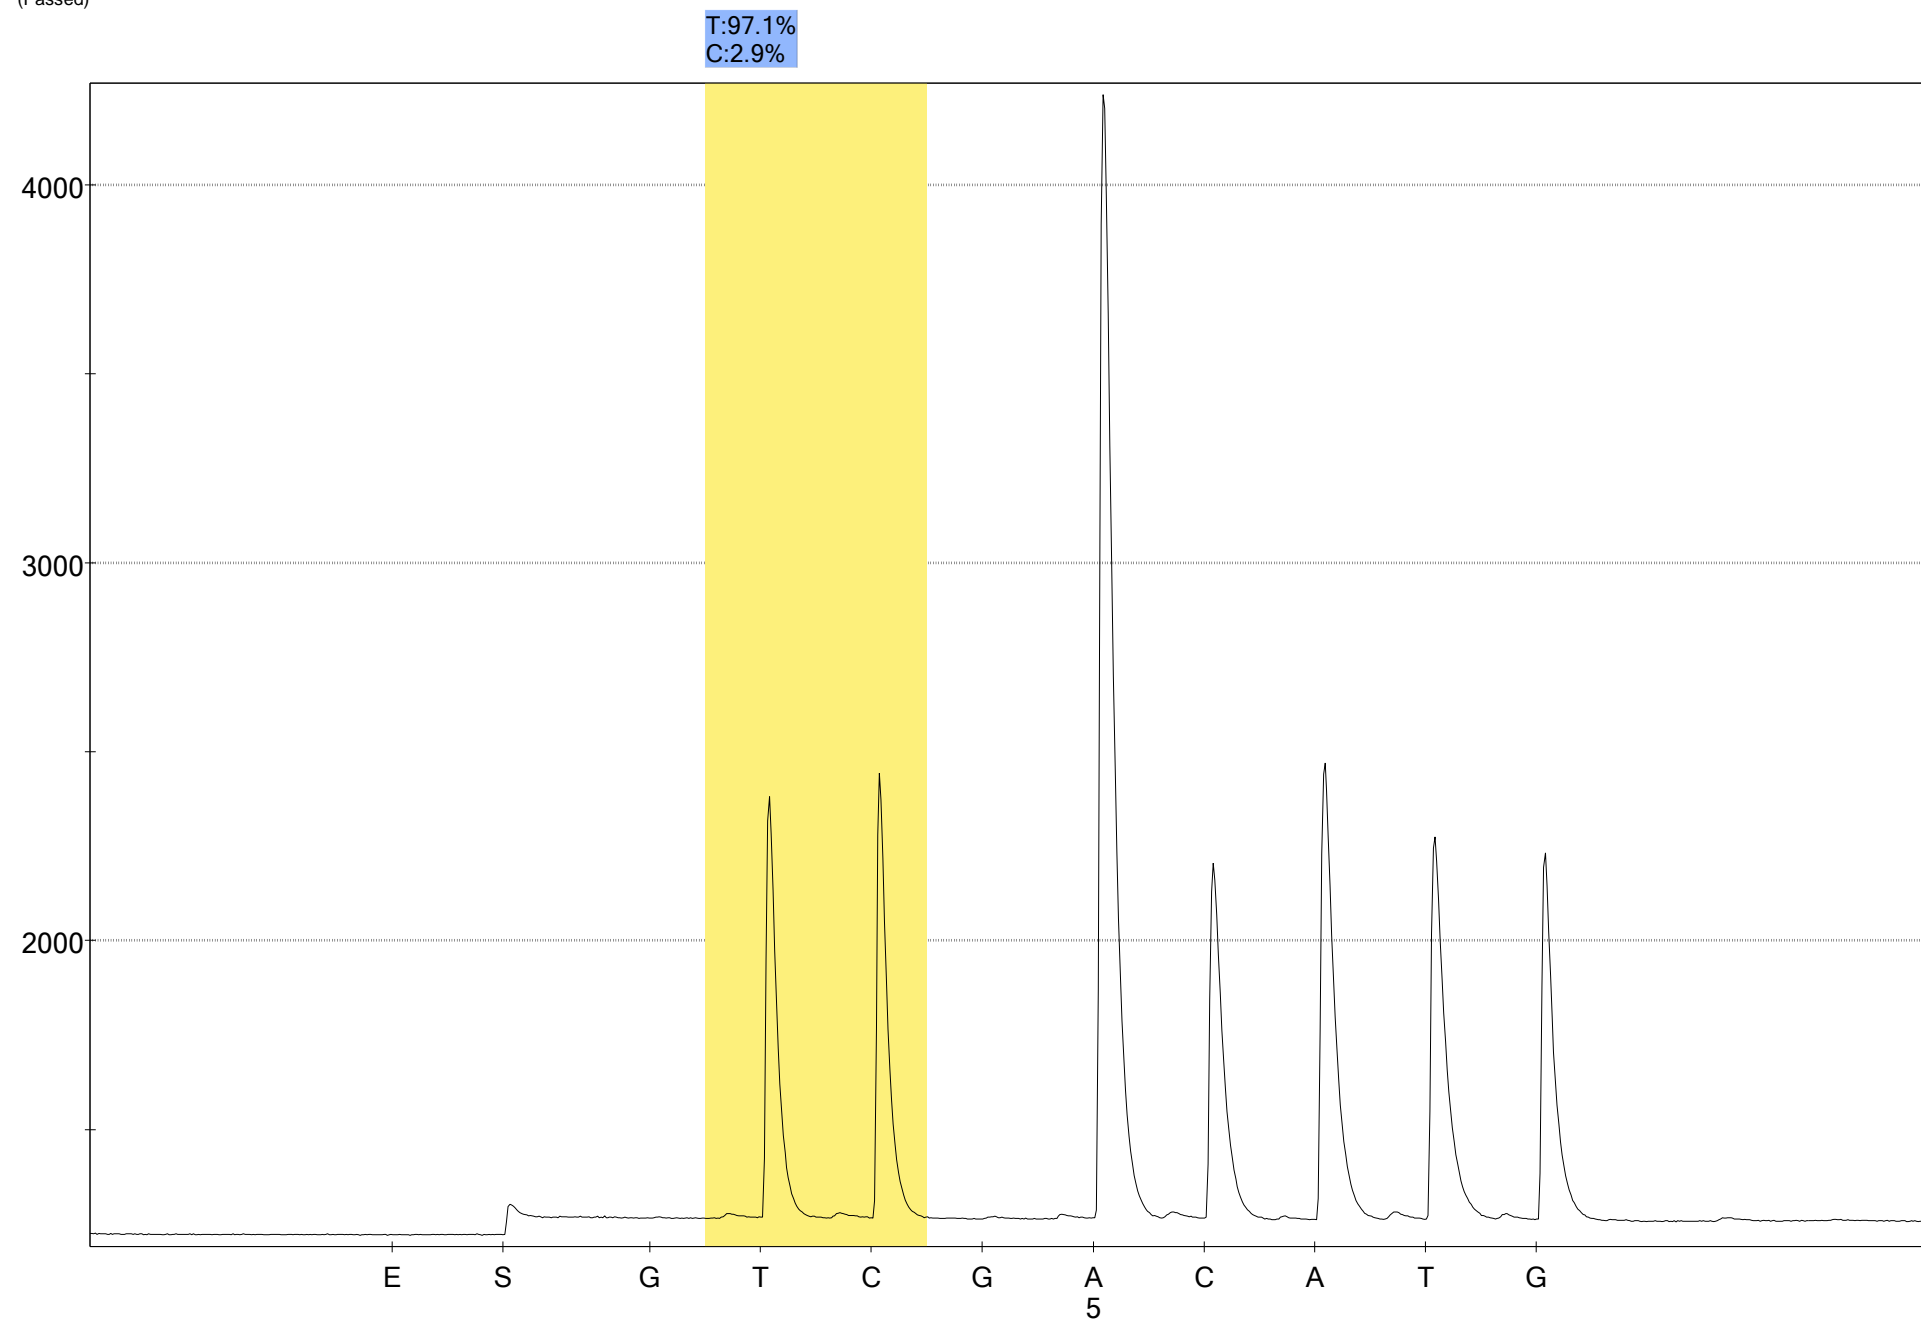

10 uL universal (141+157) - Well C9  
Entry: DOKist4  
1: T: 8.2% / C: 91.8%  
(Passed)

T:8.2%  
C:91.8%

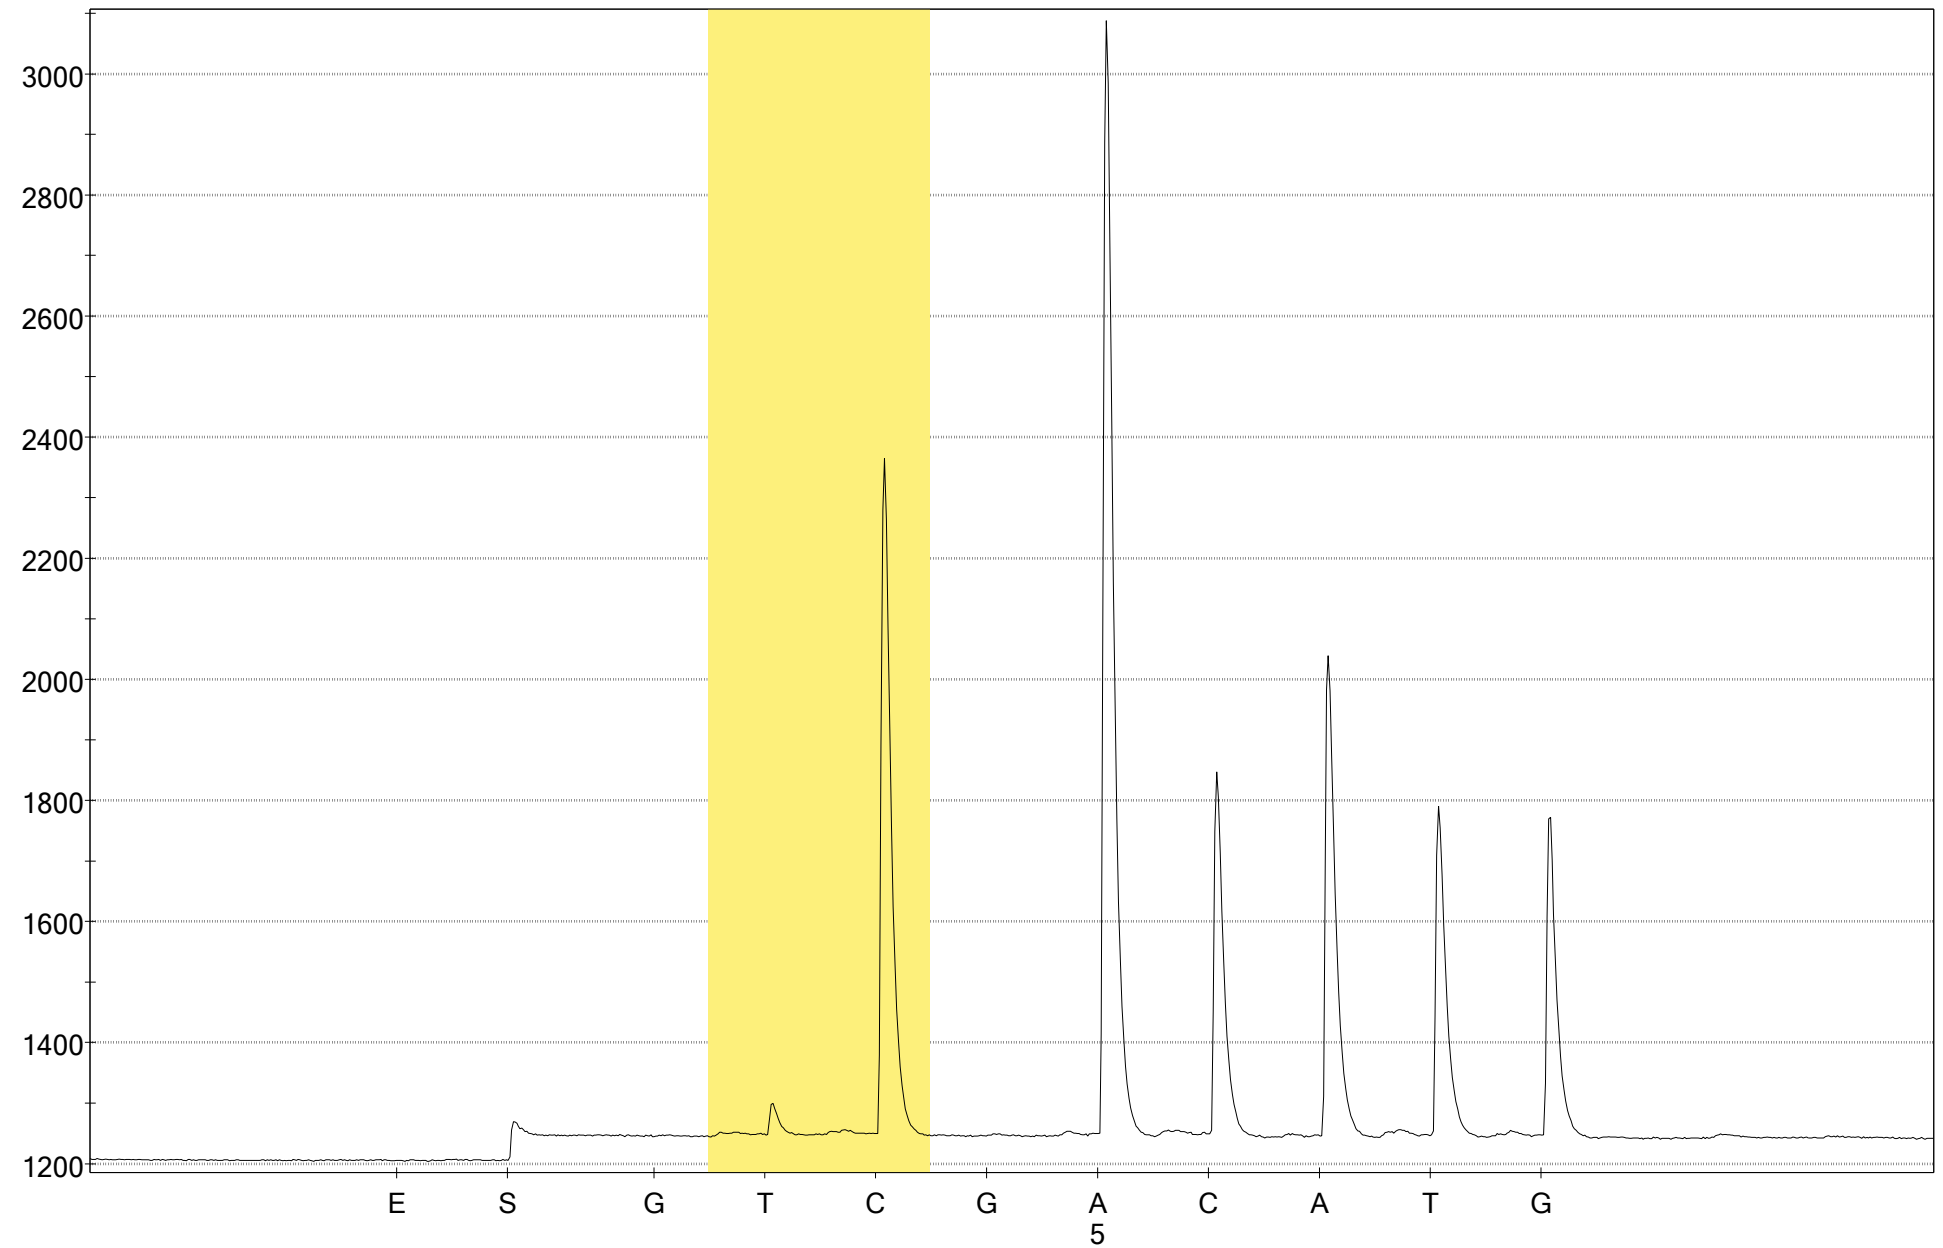

145 - Well C3  
Entry: DOKist4  
1: T: 98.8% / C: 1.2%  
(Passed)

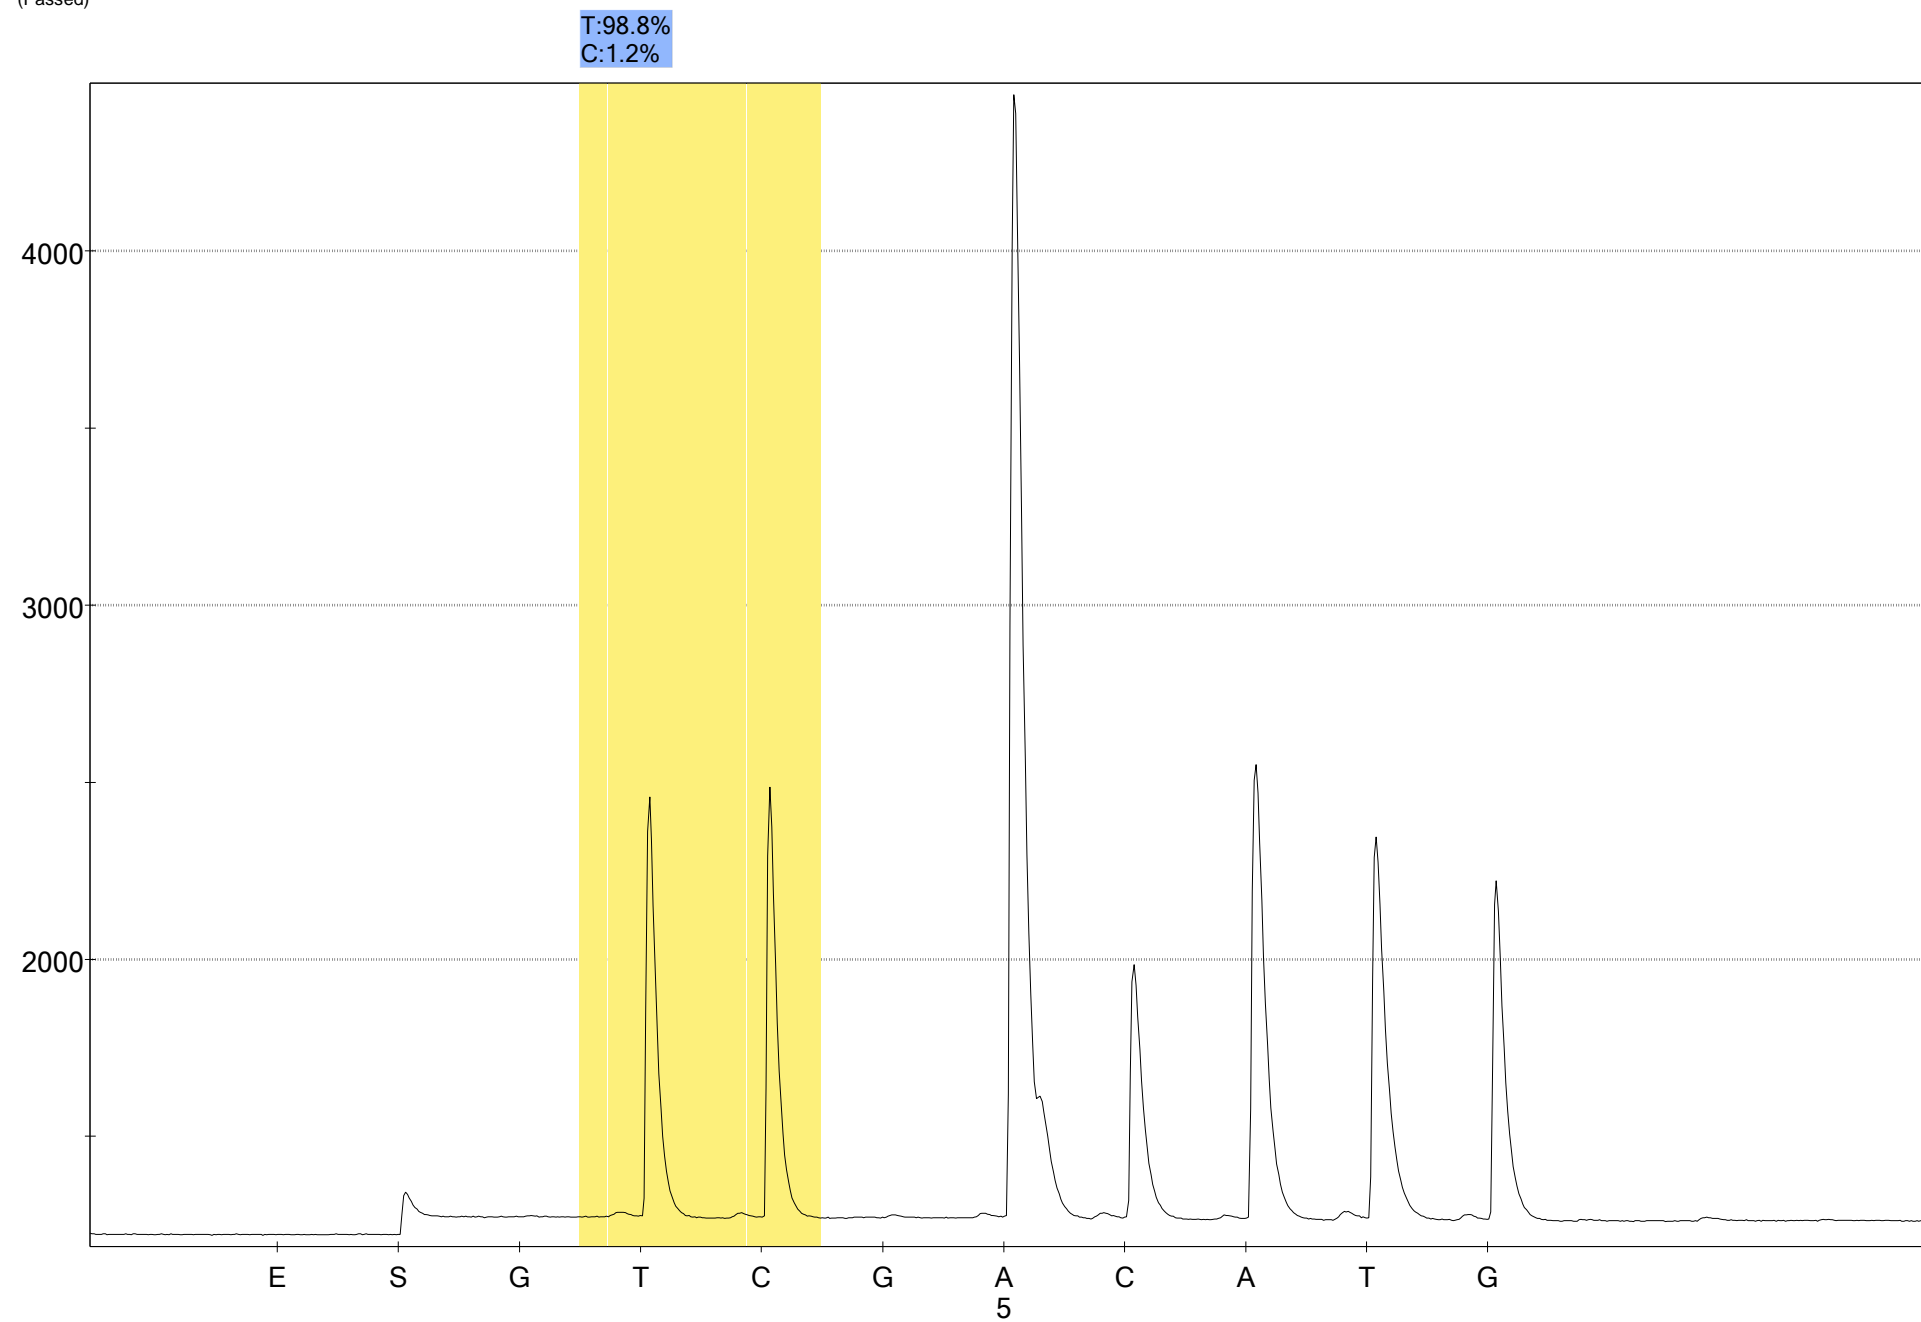

dna - Well C3  
Entry: DOKist4  
1: T: 44.1% / C: 55.9%  
(Passed)

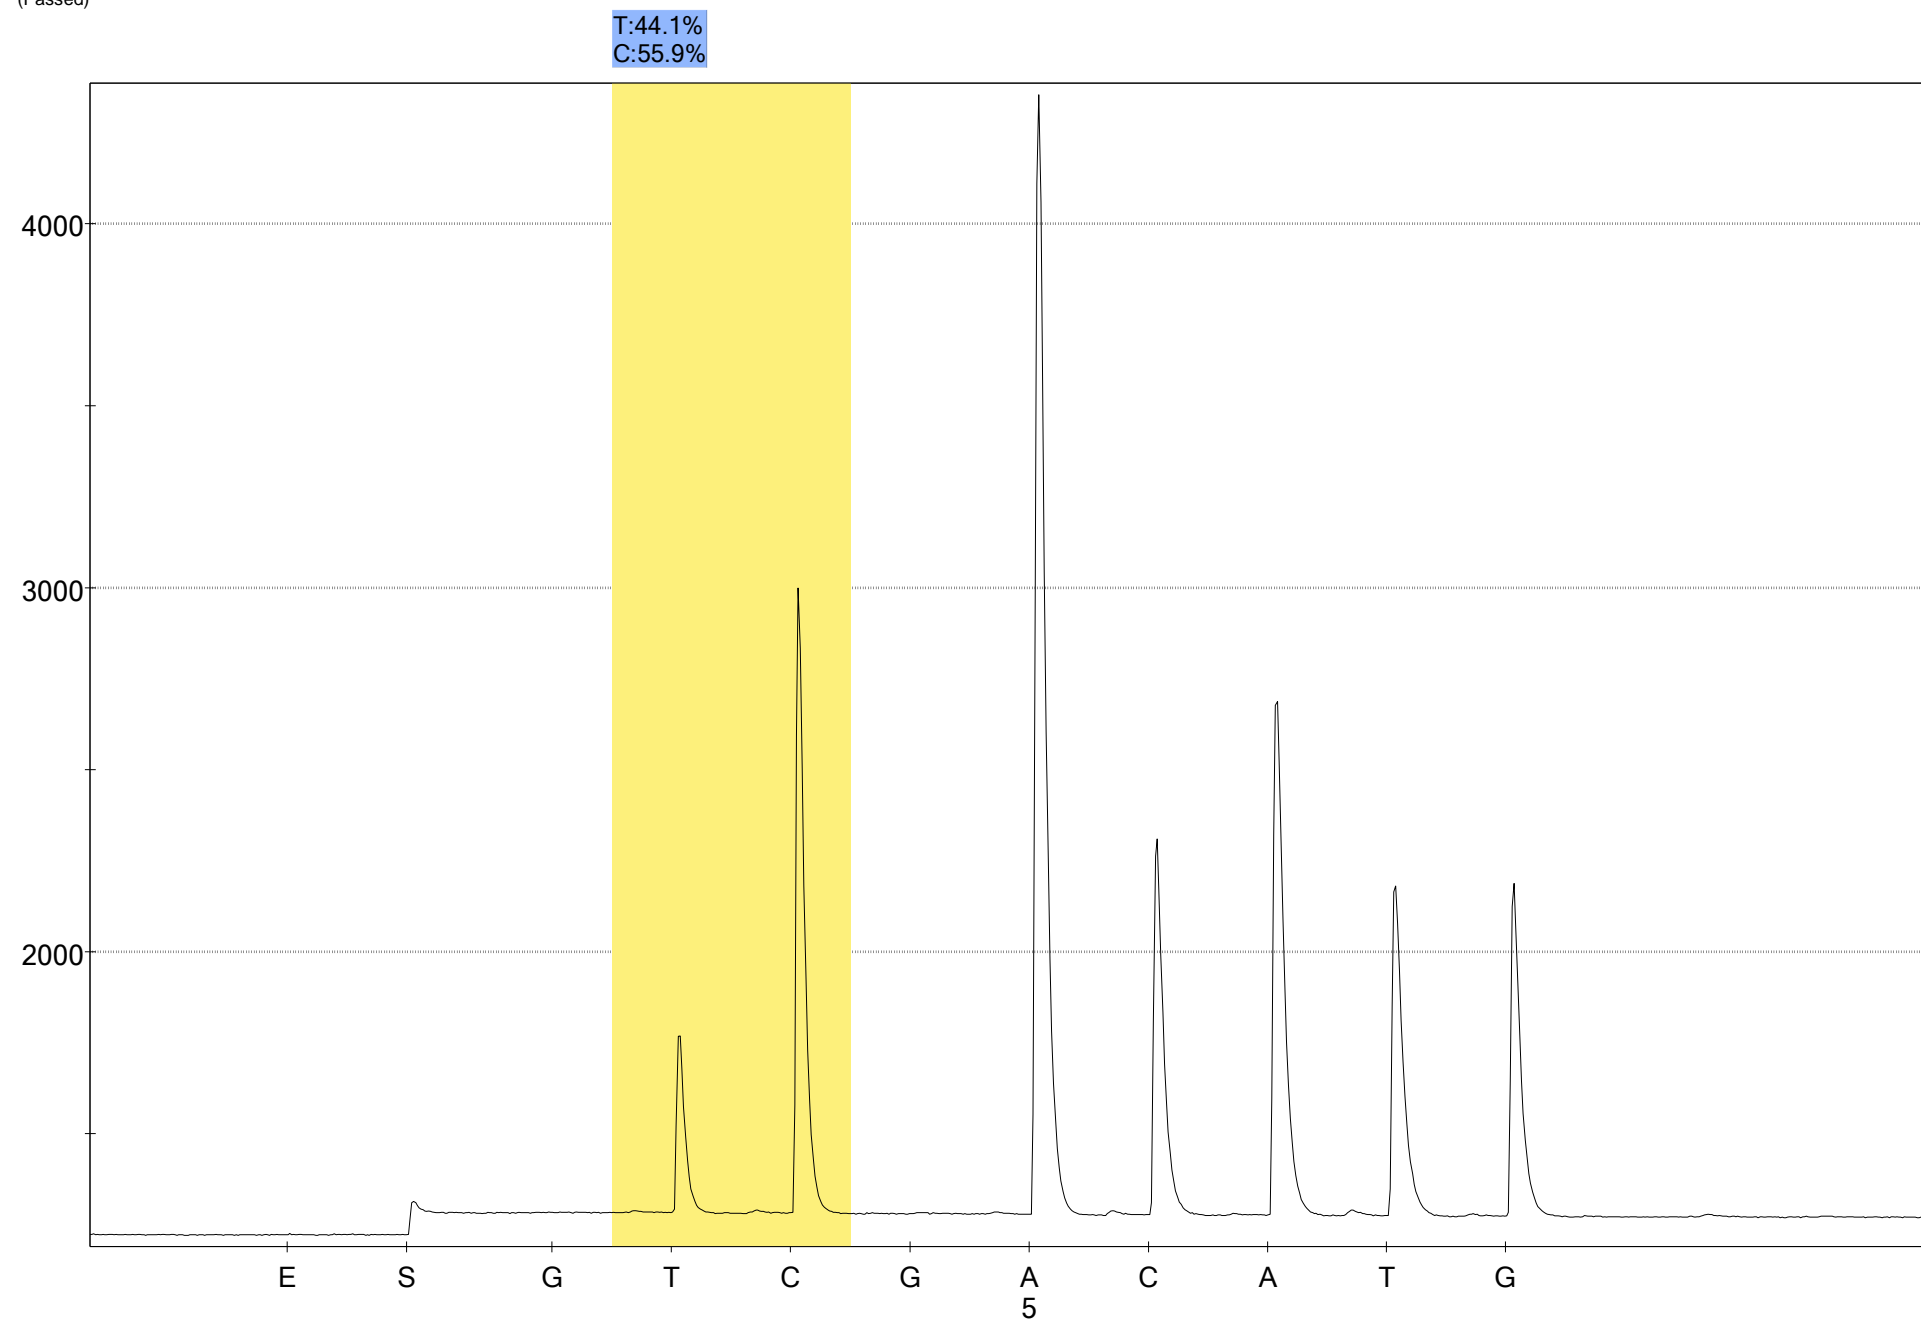

dna - Well C9  
Entry: DOKist4  
1: T: 45.2% / C: 54.8%  
(Passed)

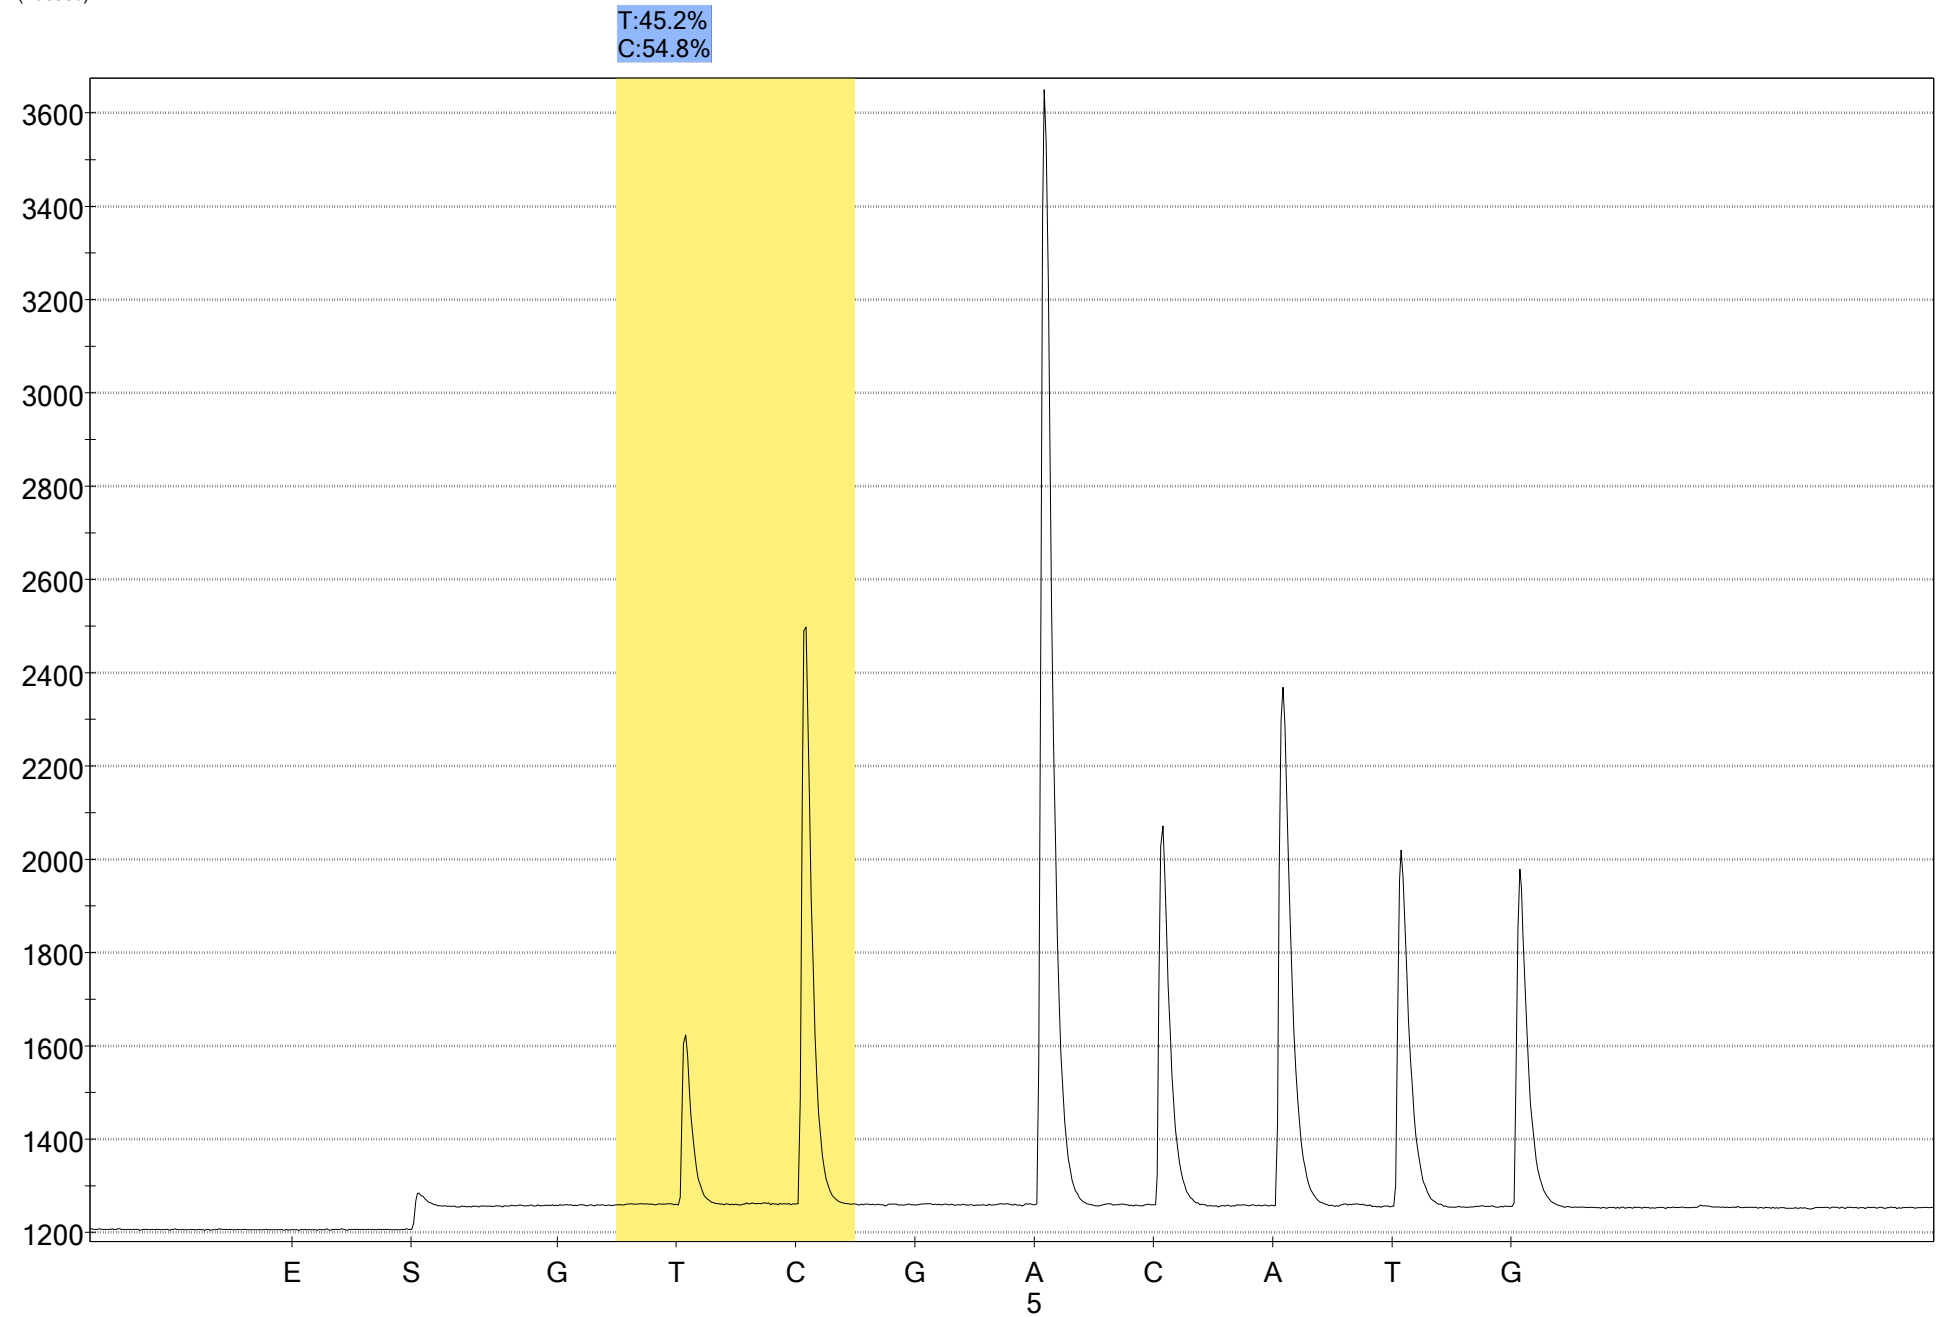

10 uL universal (141+157) - Well F6  
Entry: U80893  
3: A: 11.2% / G: 88.8%  
(Passed)

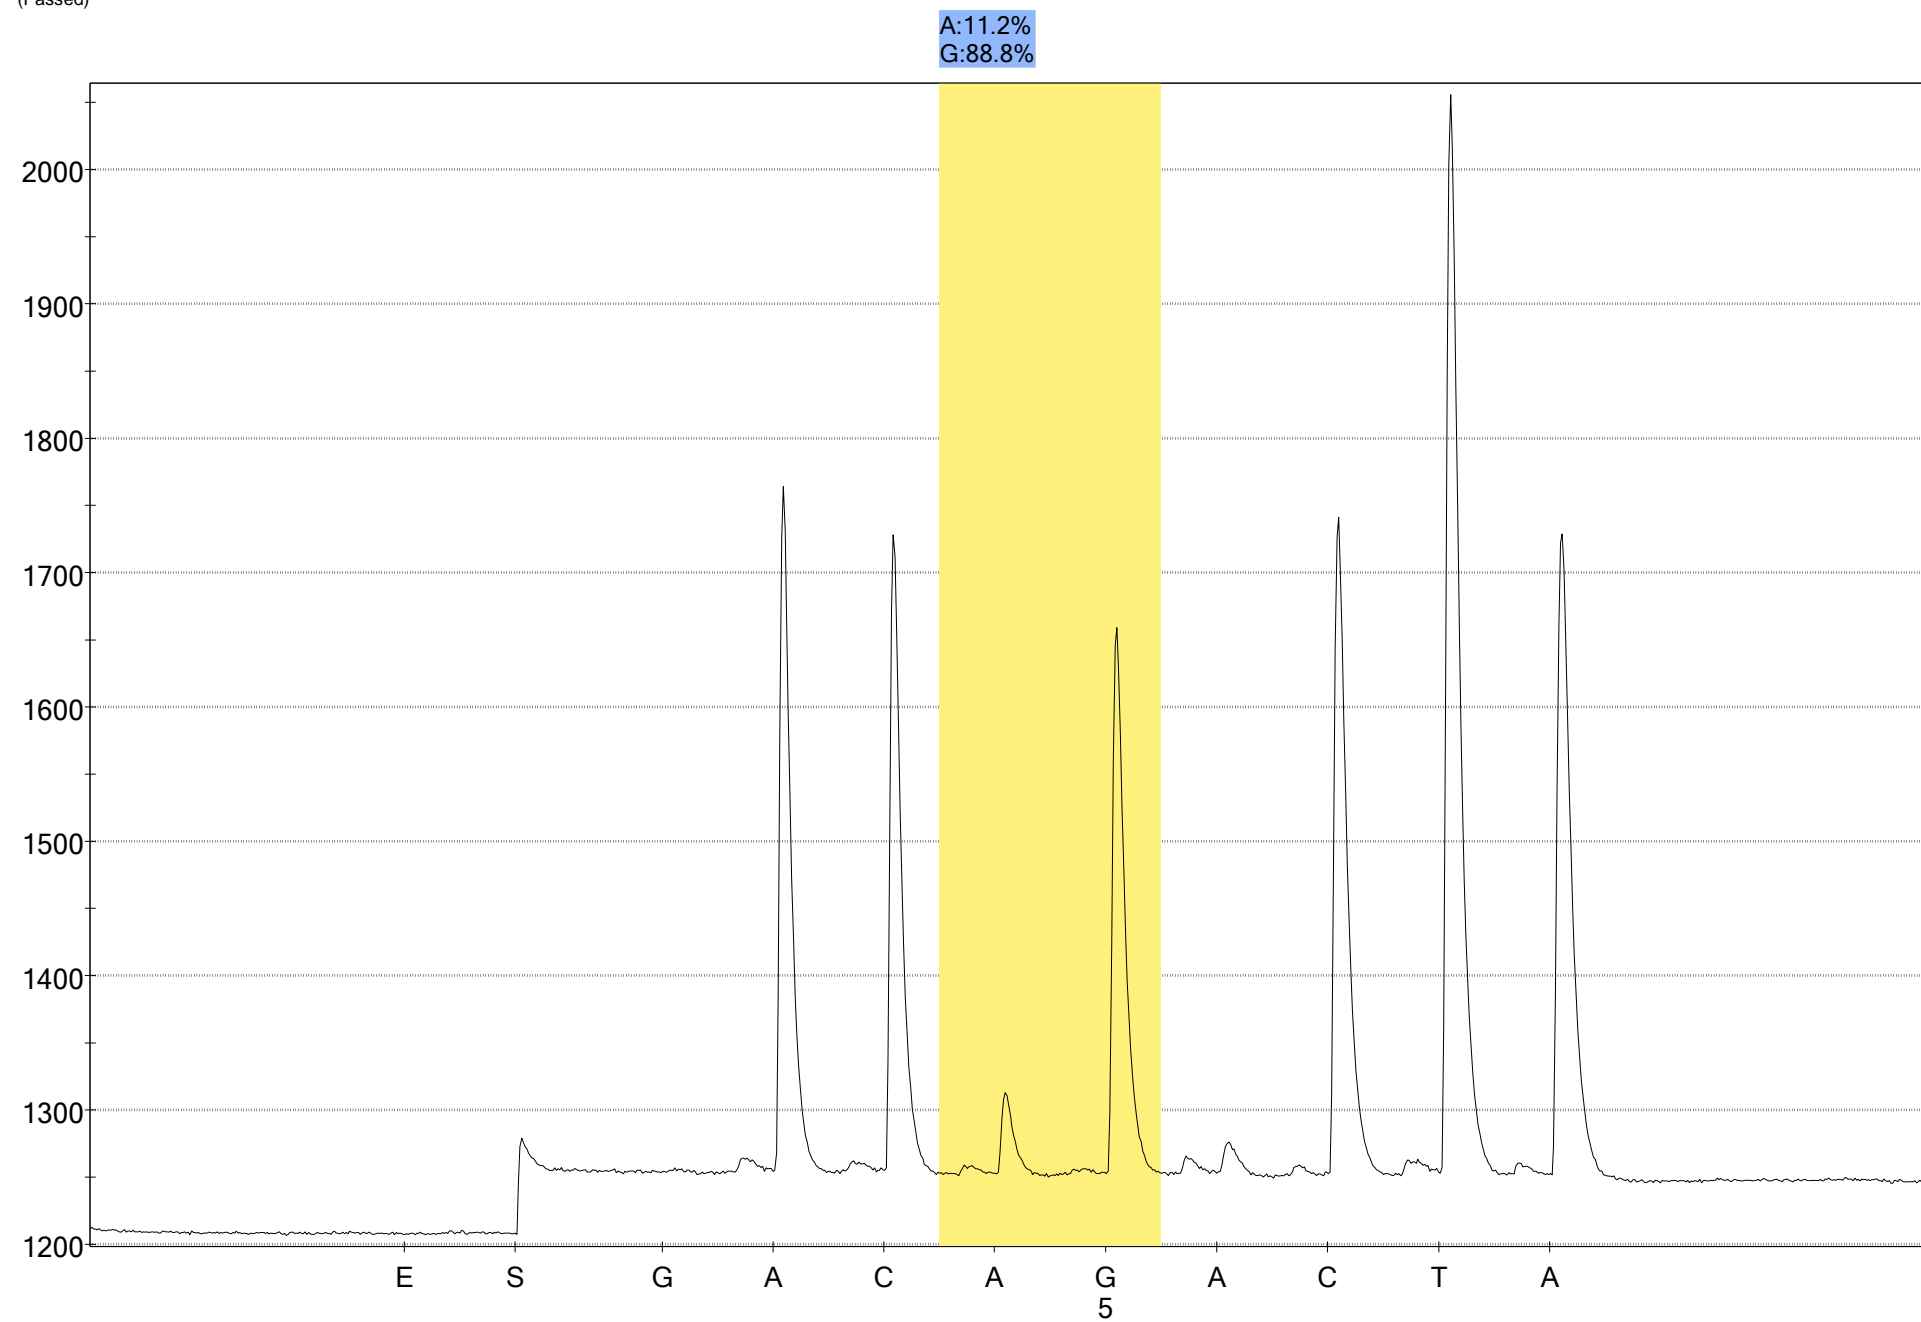

(Passed)

A:100.0%  
G:0.0%

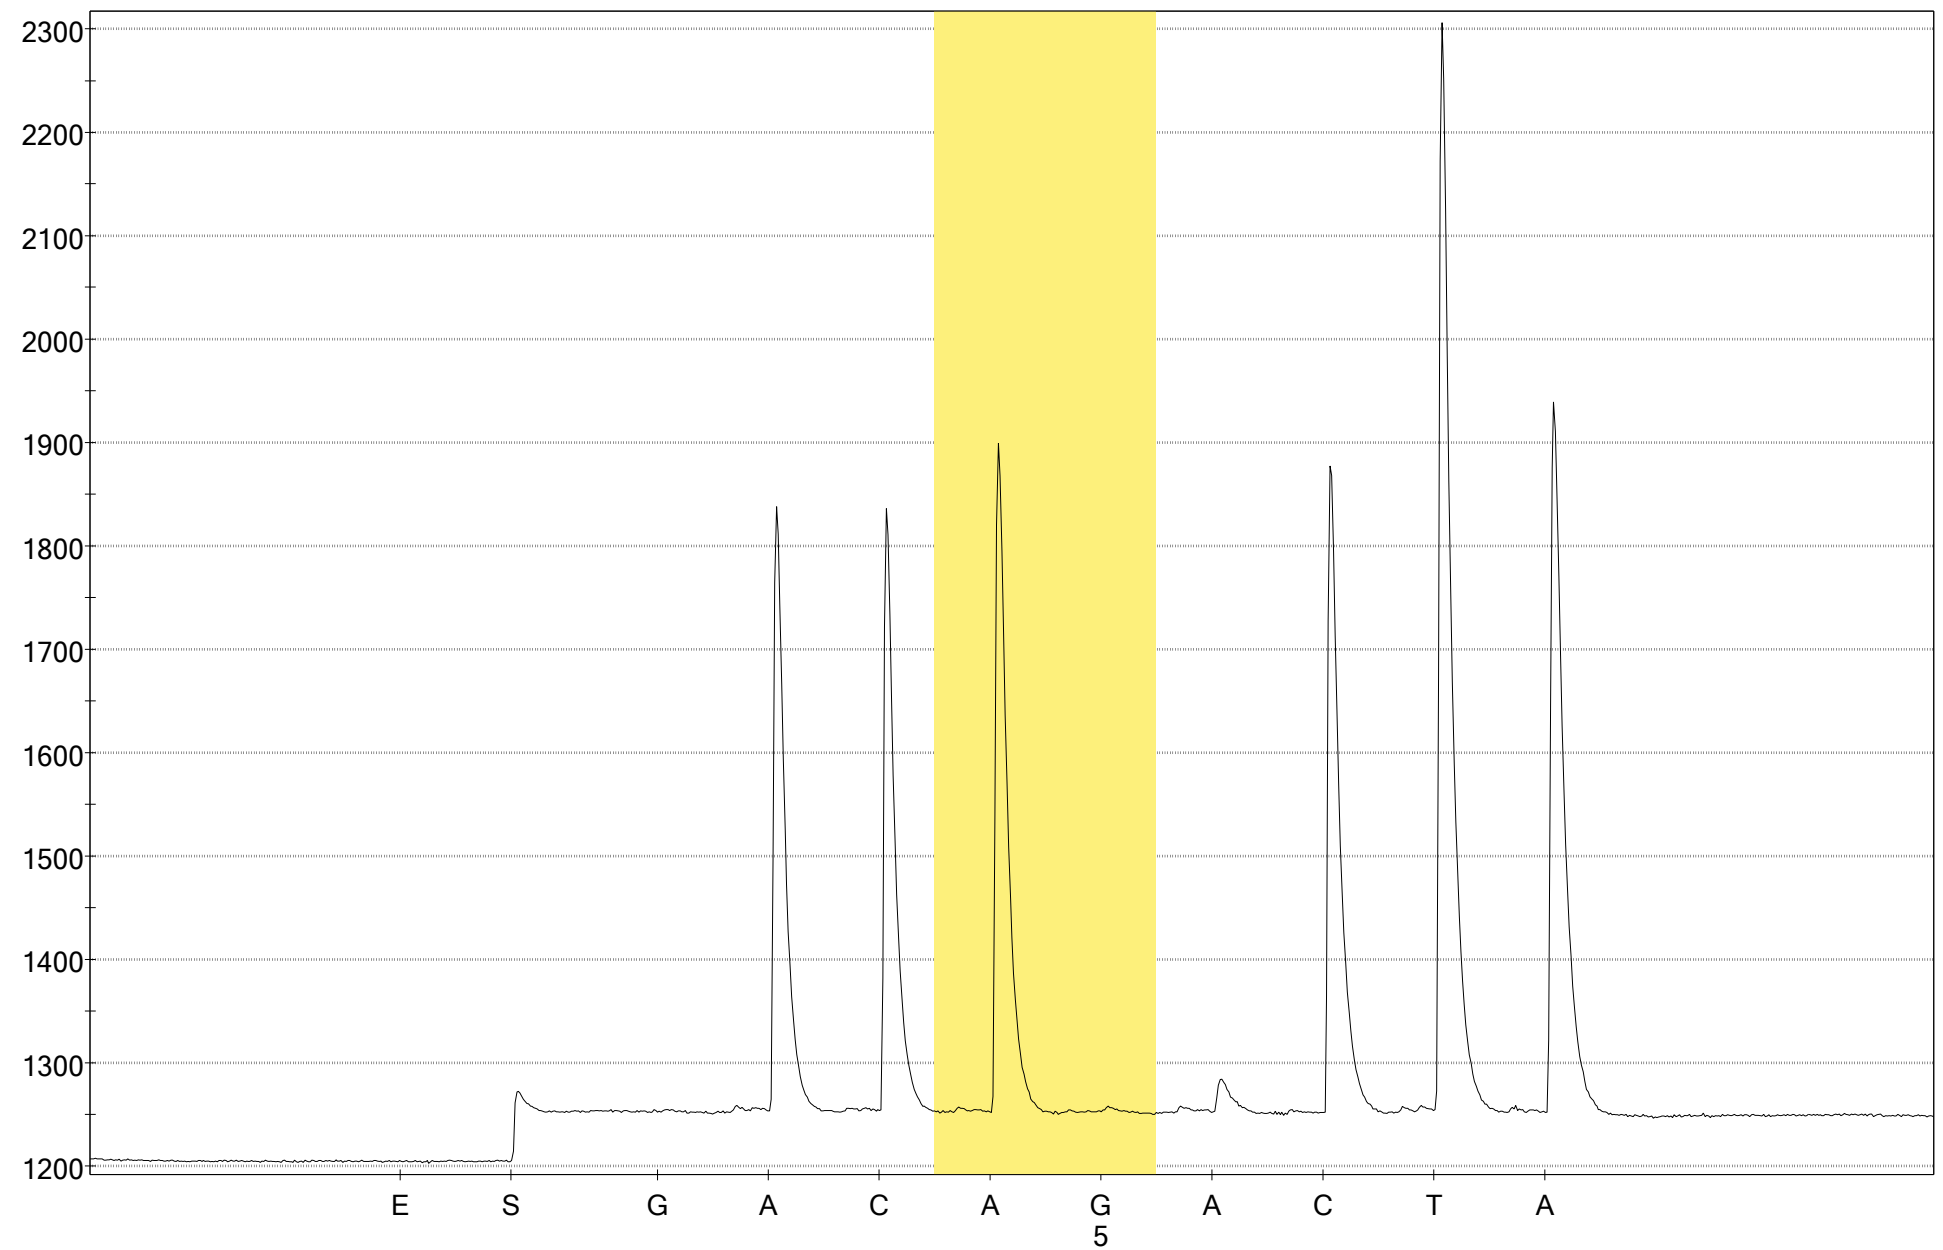

145 - Well F6  
Entry: U80893  
3: A: 11.3% / G: 88.7%  
(Passed)

A:11.3%  
G:88.7%

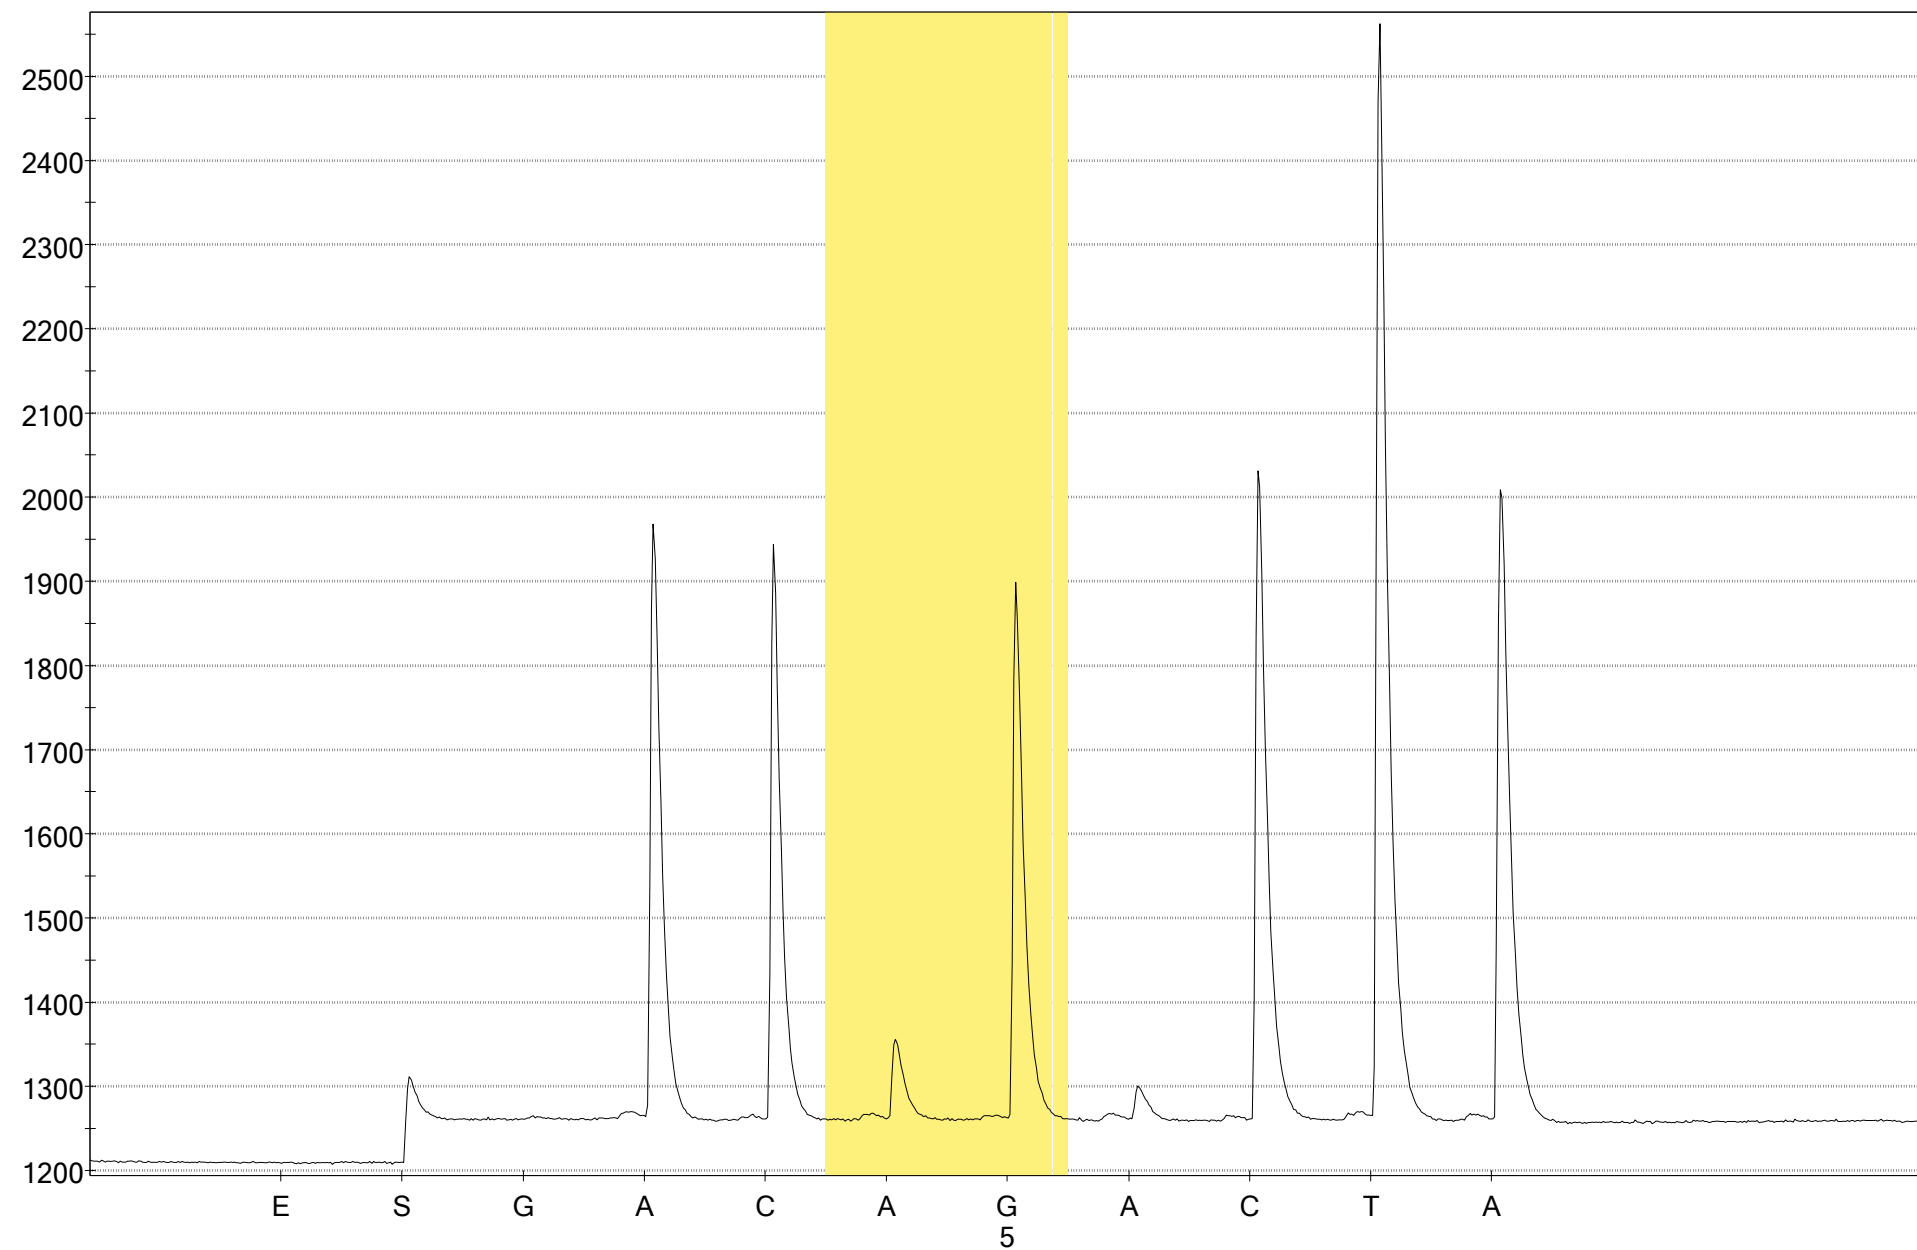

dna - Well F6  
Entry: U80893  
3: A: 57.1% / G: 42.9%  
(Passed)

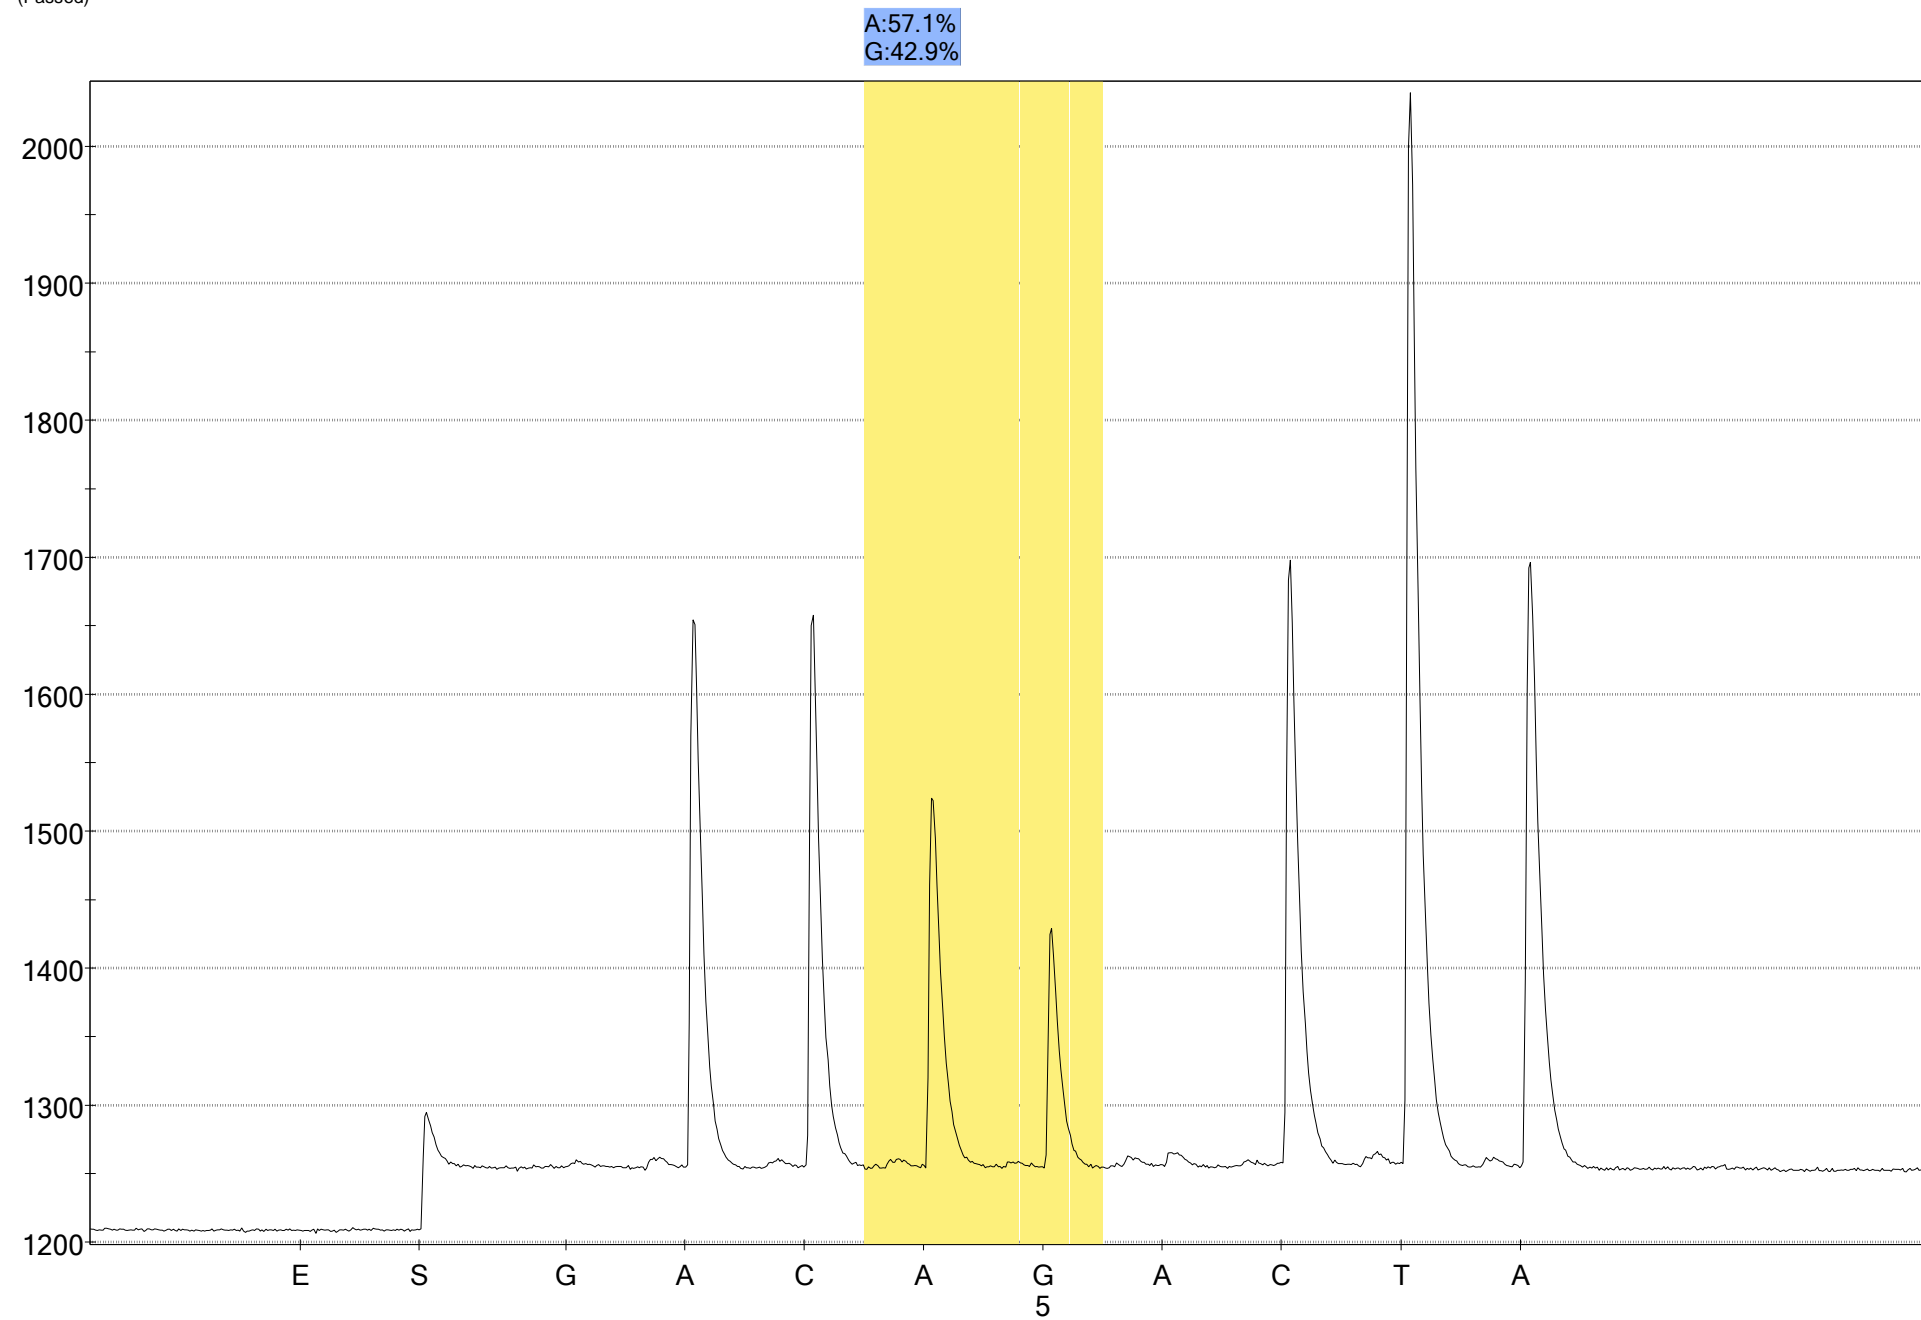

dna - Well F12  
Entry: U80893  
3: A: 53.6% / G: 46.4%  
(Passed)

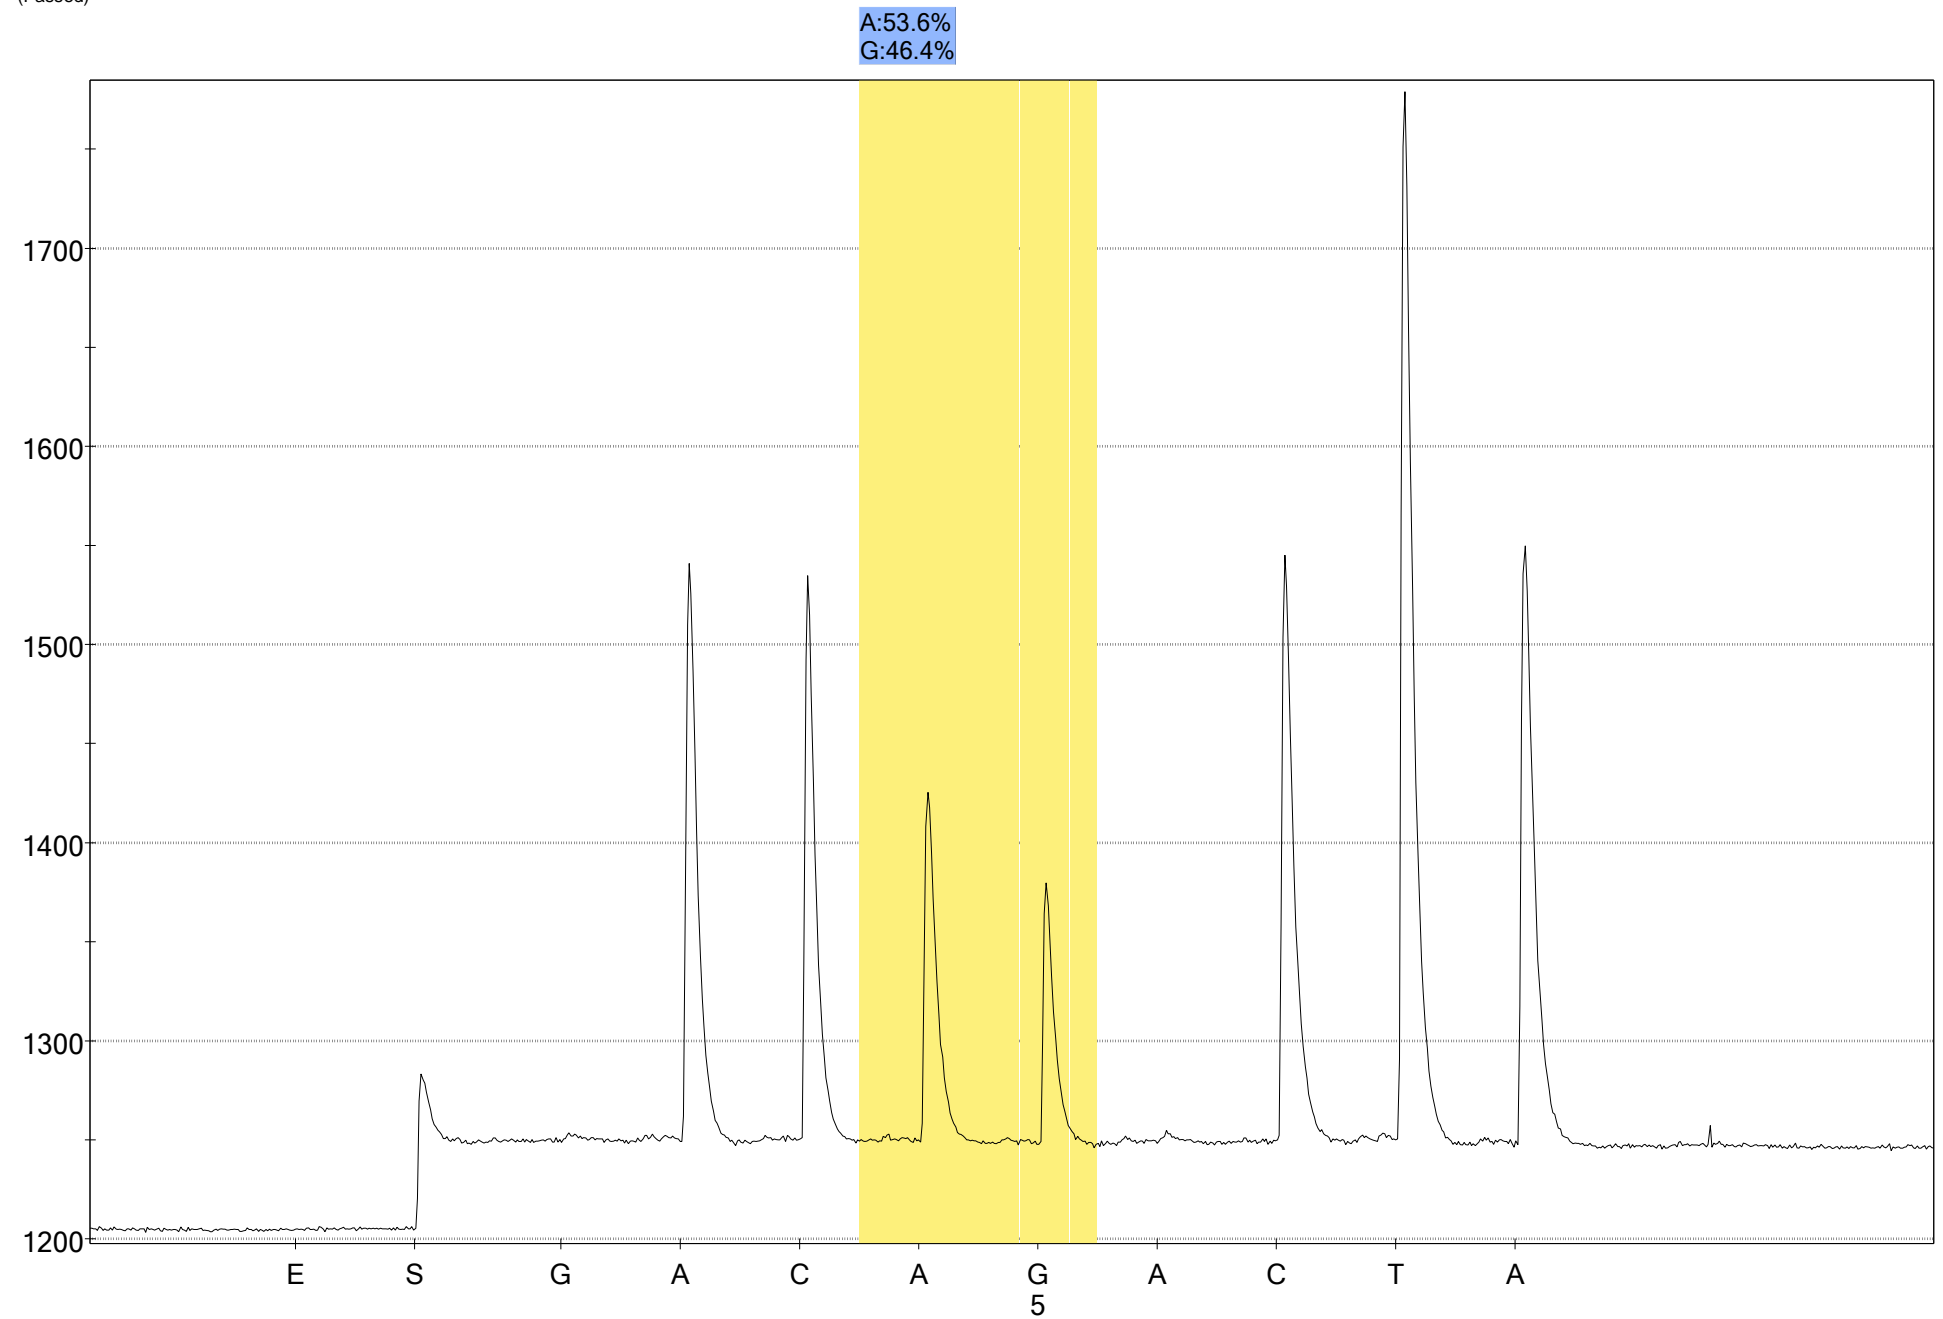

10 uL universal (141+157) - Well C2  
Entry: C230091D08Rik  
1: G: 42.4% / A: 57.6%  
(Passed)

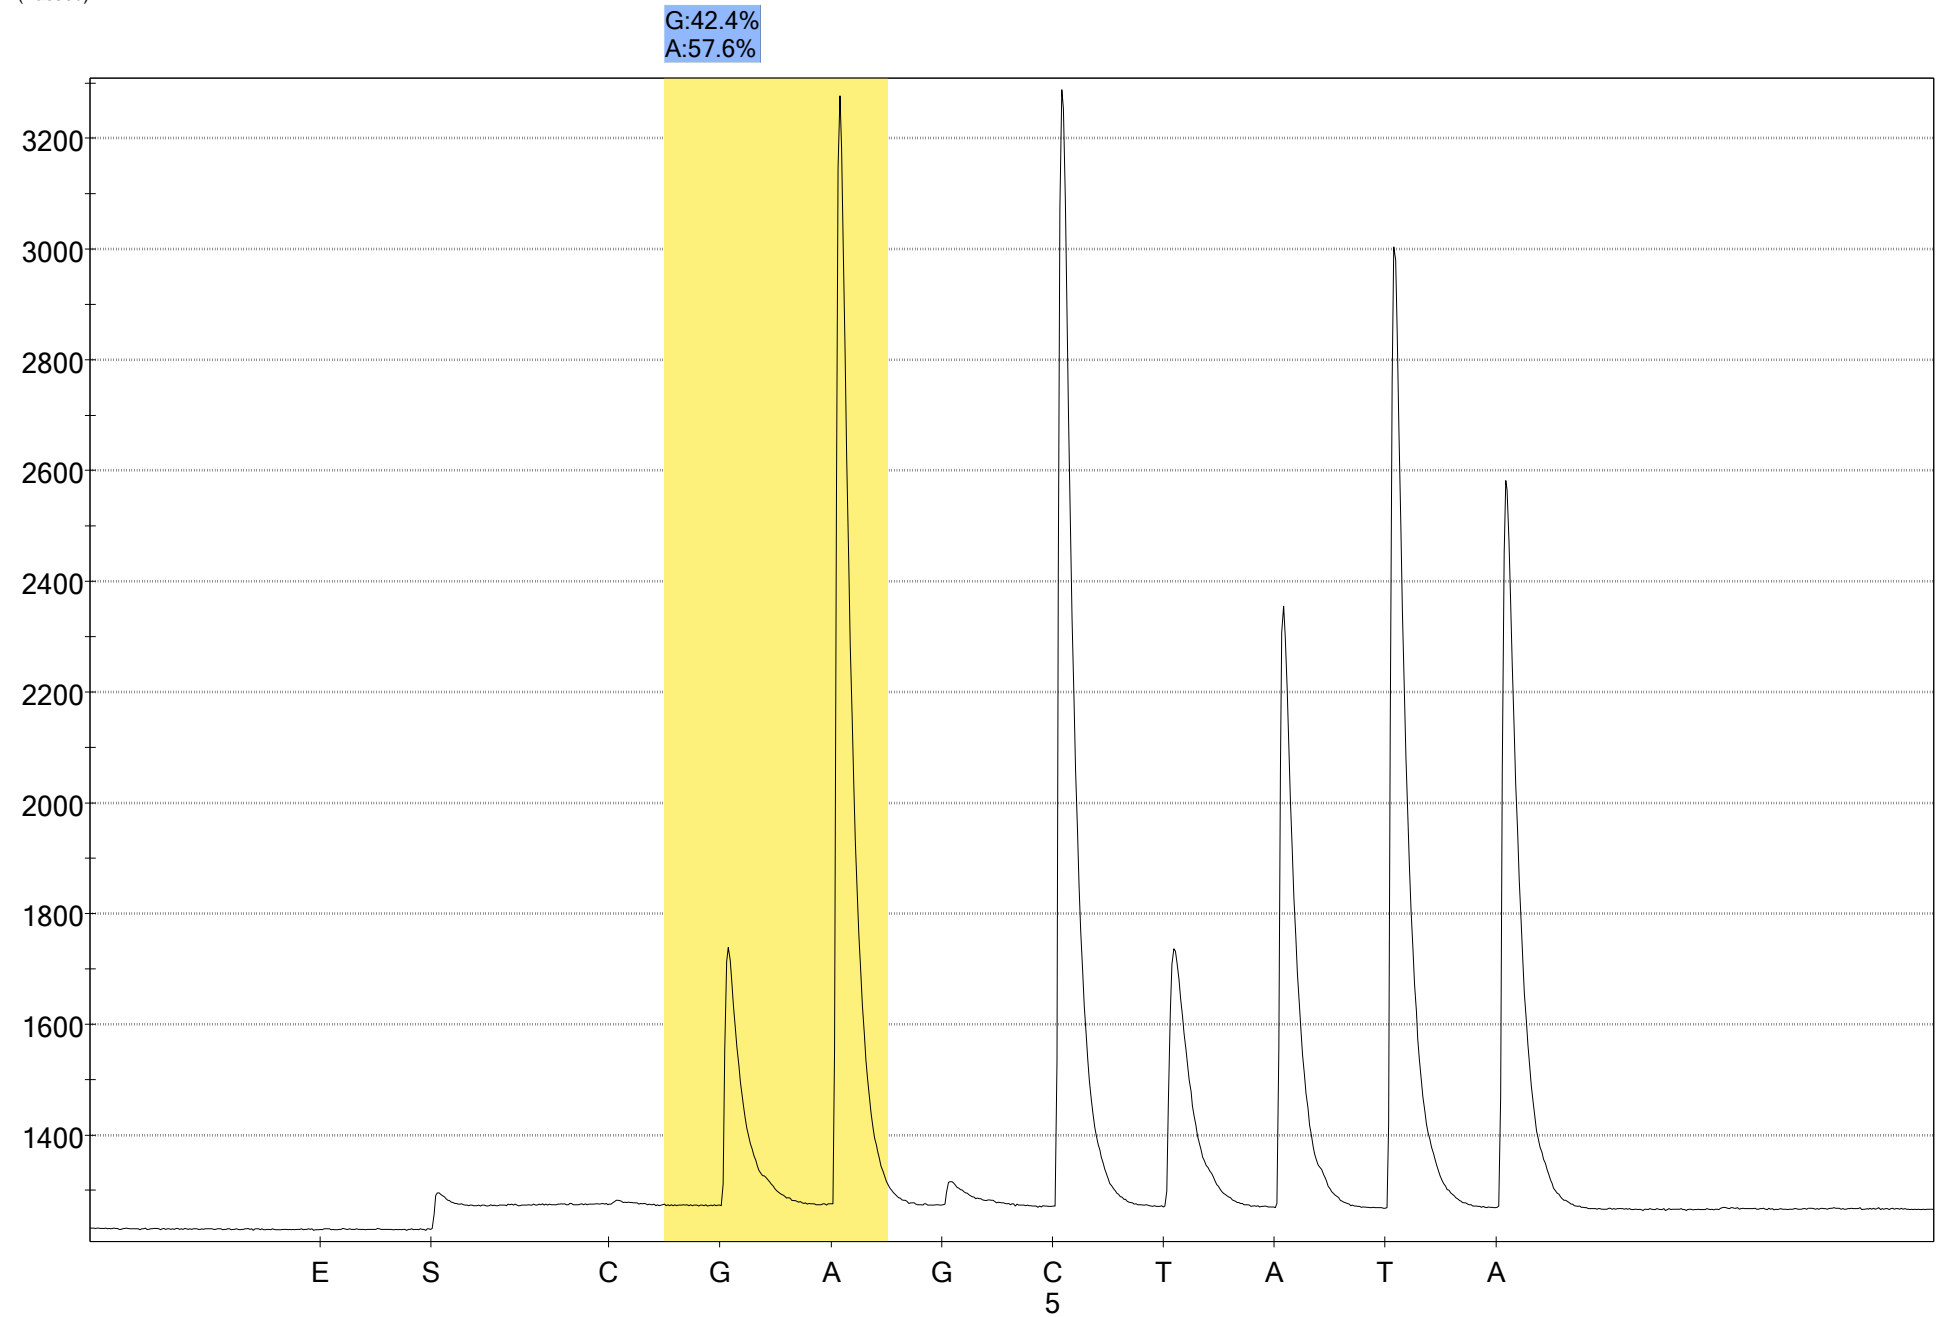

10 uL universal (141+157) - Well C8

Entry: C230091D08Rik

1: G: 43.2% / A: 56.8%

(Passed)

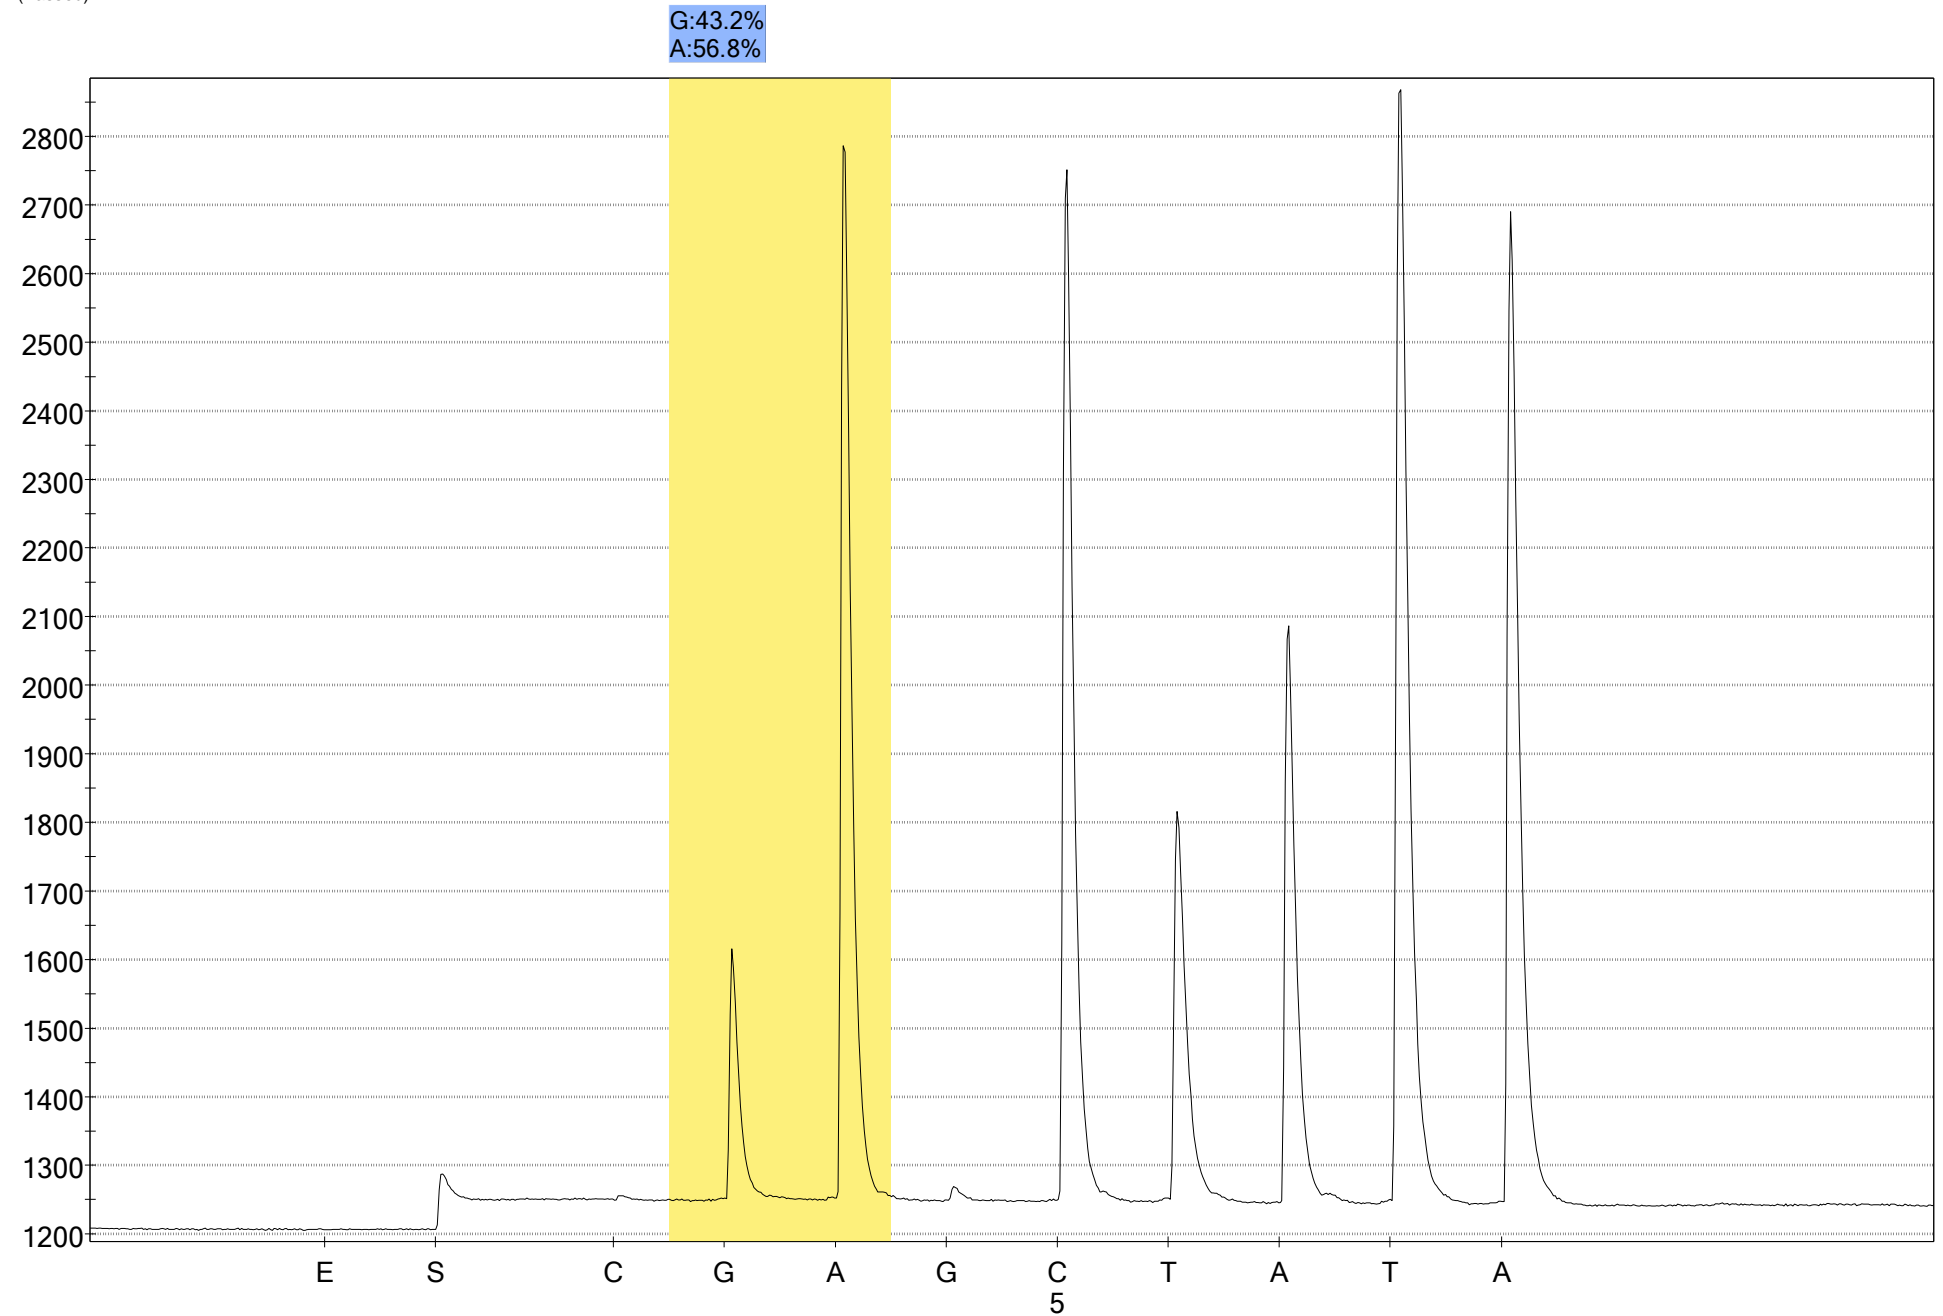

145 - Well C2  
Entry: C230091D08Rik  
1: G: 45.1% / A: 54.9%  
(Passed)

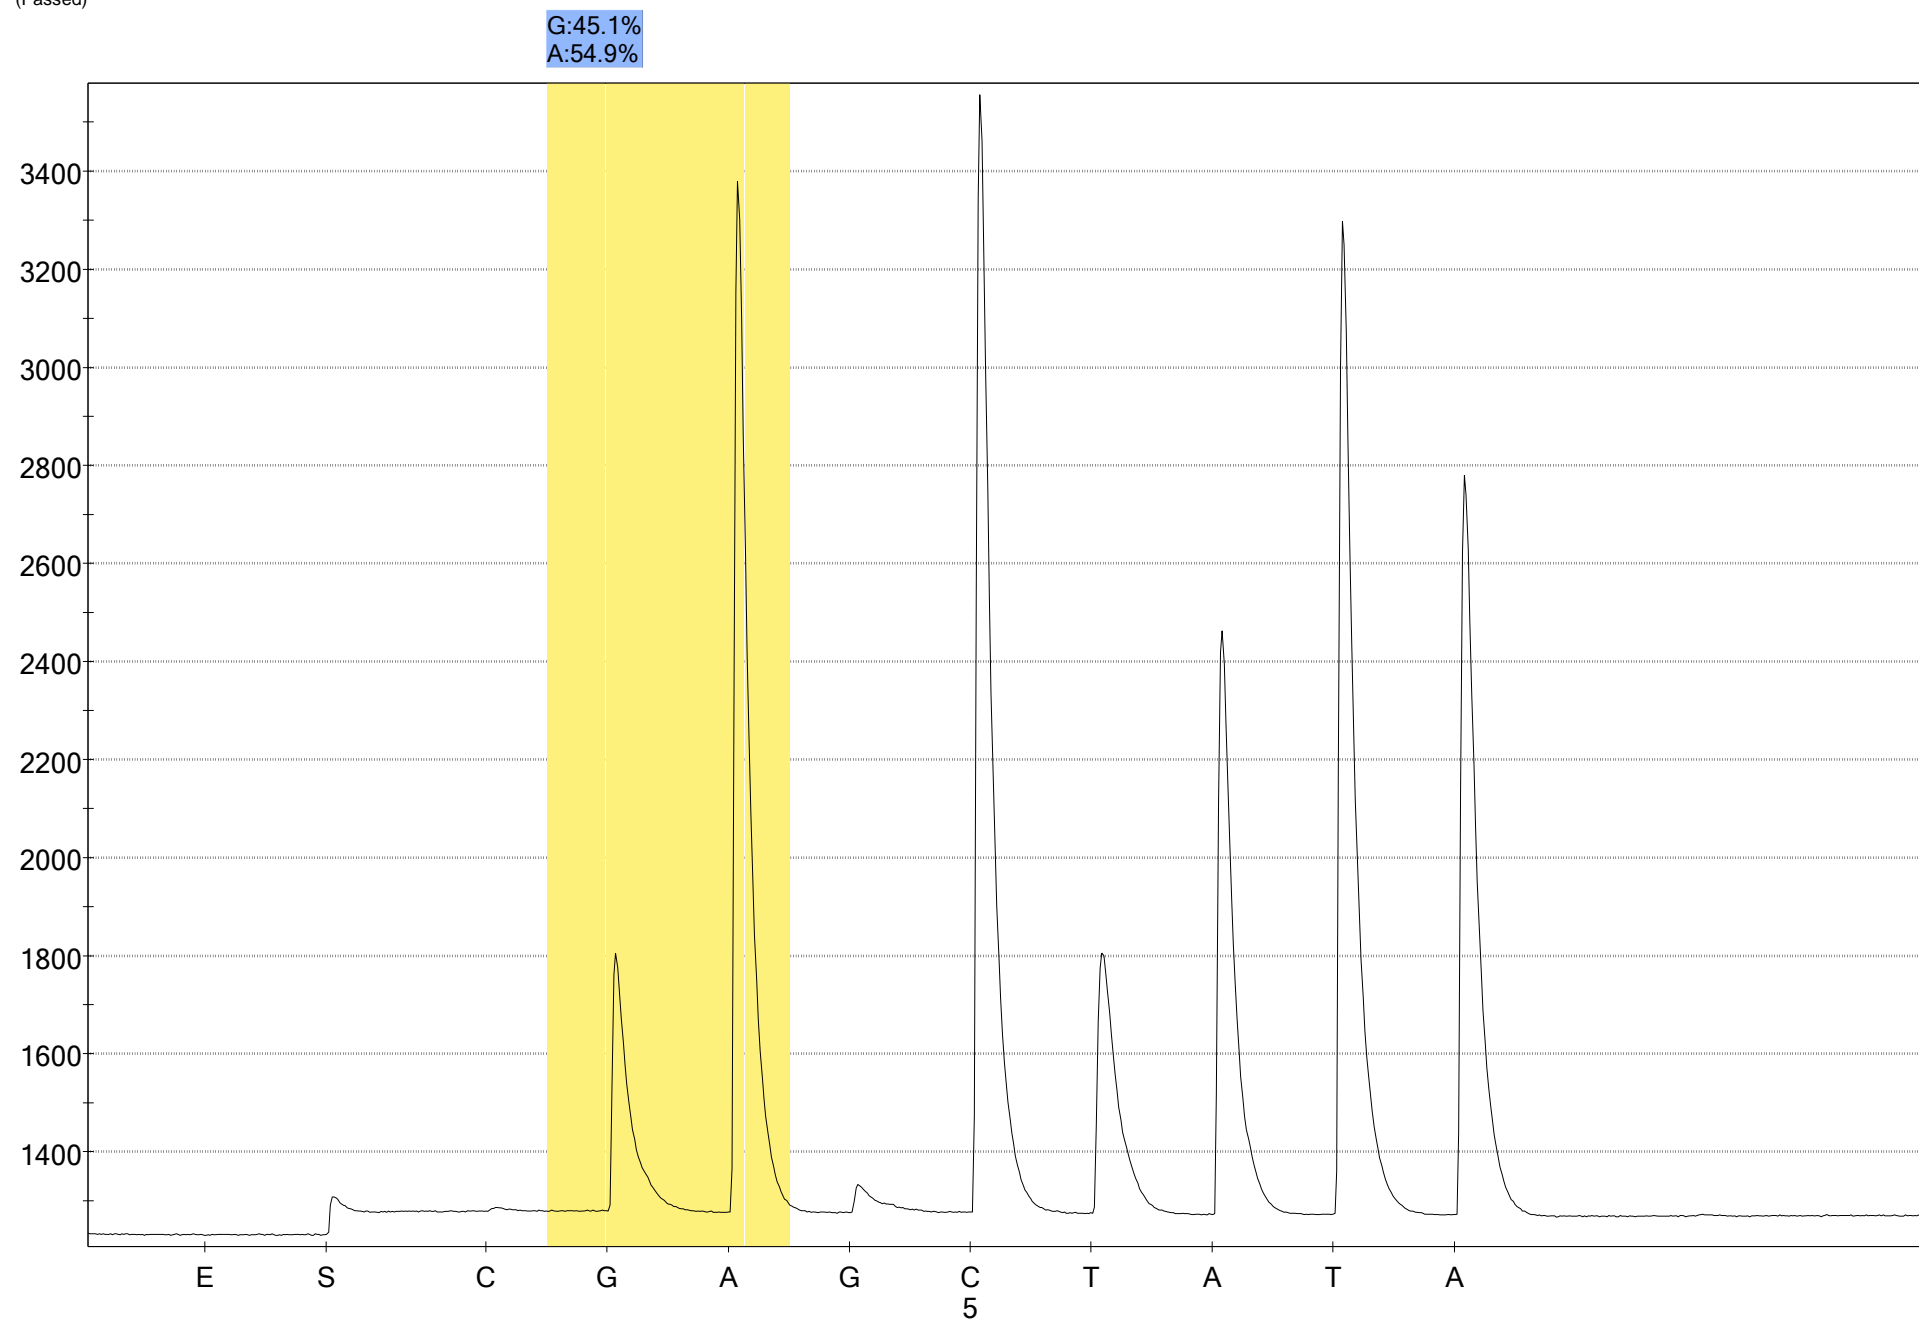

dna - Well C2  
Entry: C230091D08Rik  
1: G: 51.6% / A: 48.4%  
(Passed)

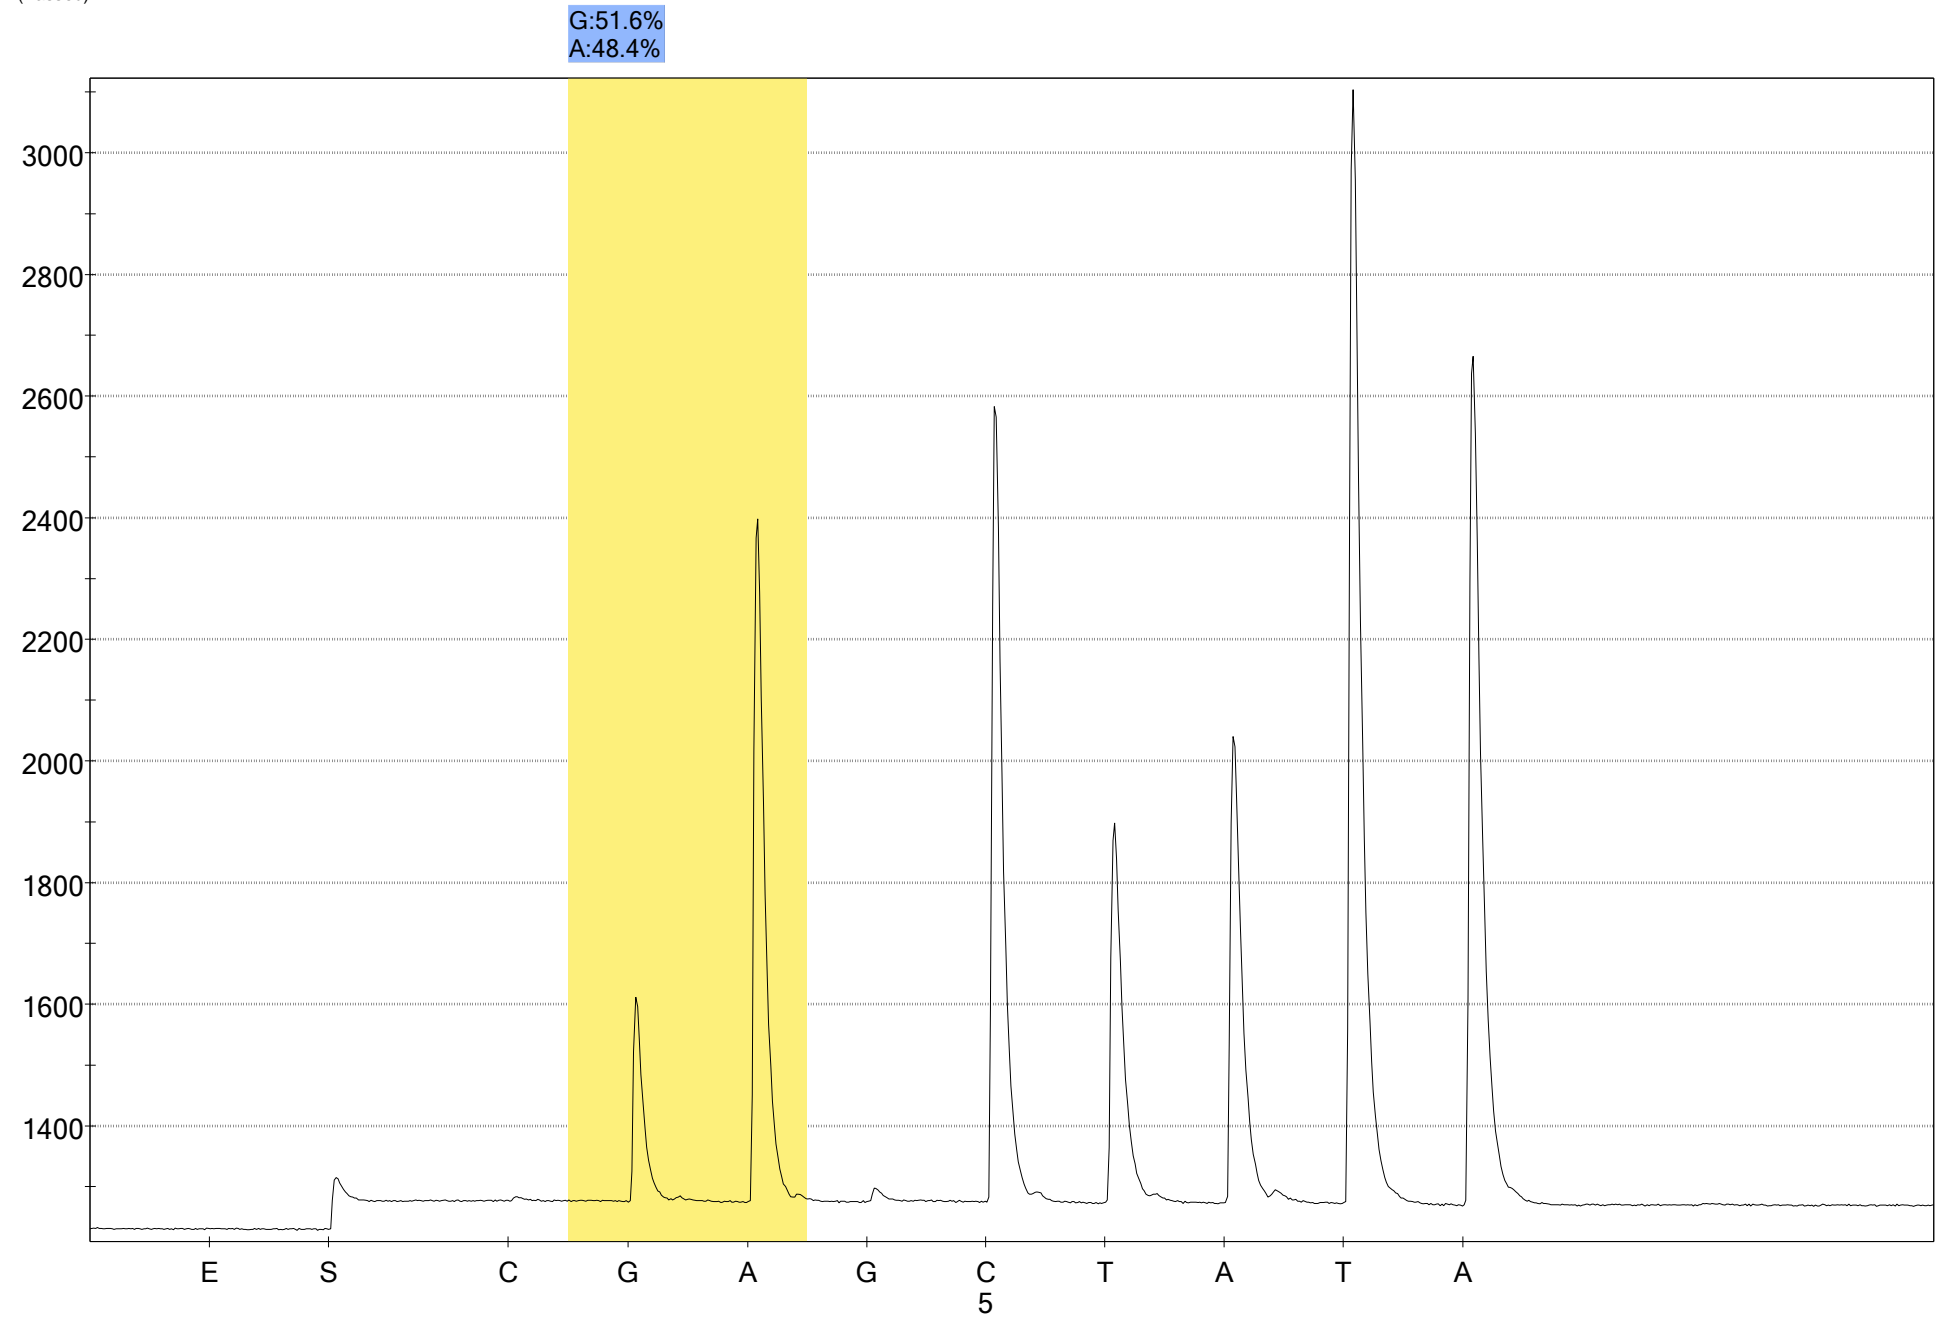

dna - Well C8  
Entry: C230091D08Rik  
1: G: 45.2% / A: 54.8%  
(Passed)

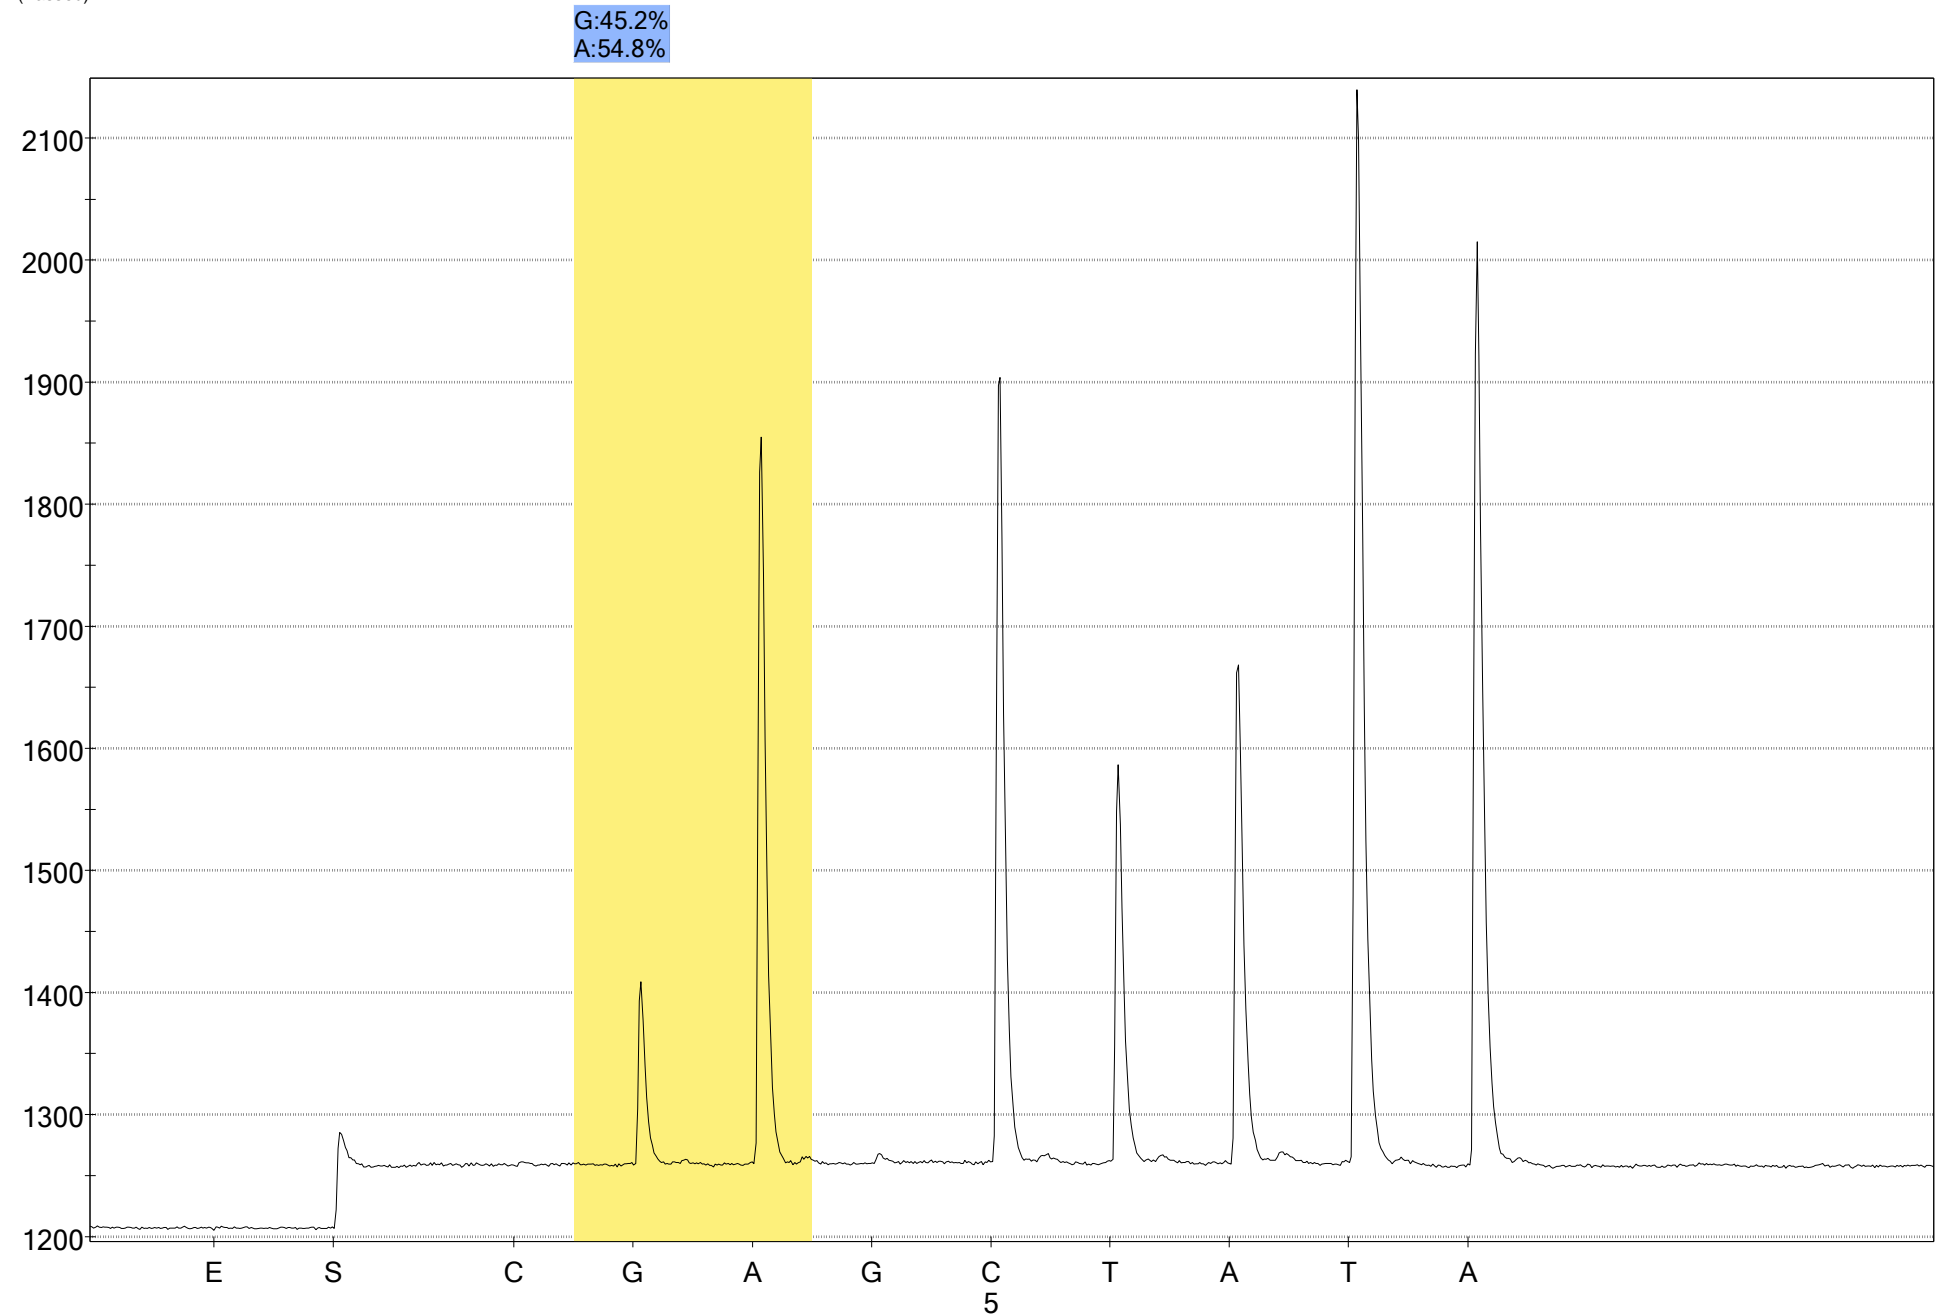

10 uL universal (141+157) - Well E4

Entry: Limd1

1: A: 67.0% / G: 33.0%

(Passed)

A:67.0%  
G:33.0%

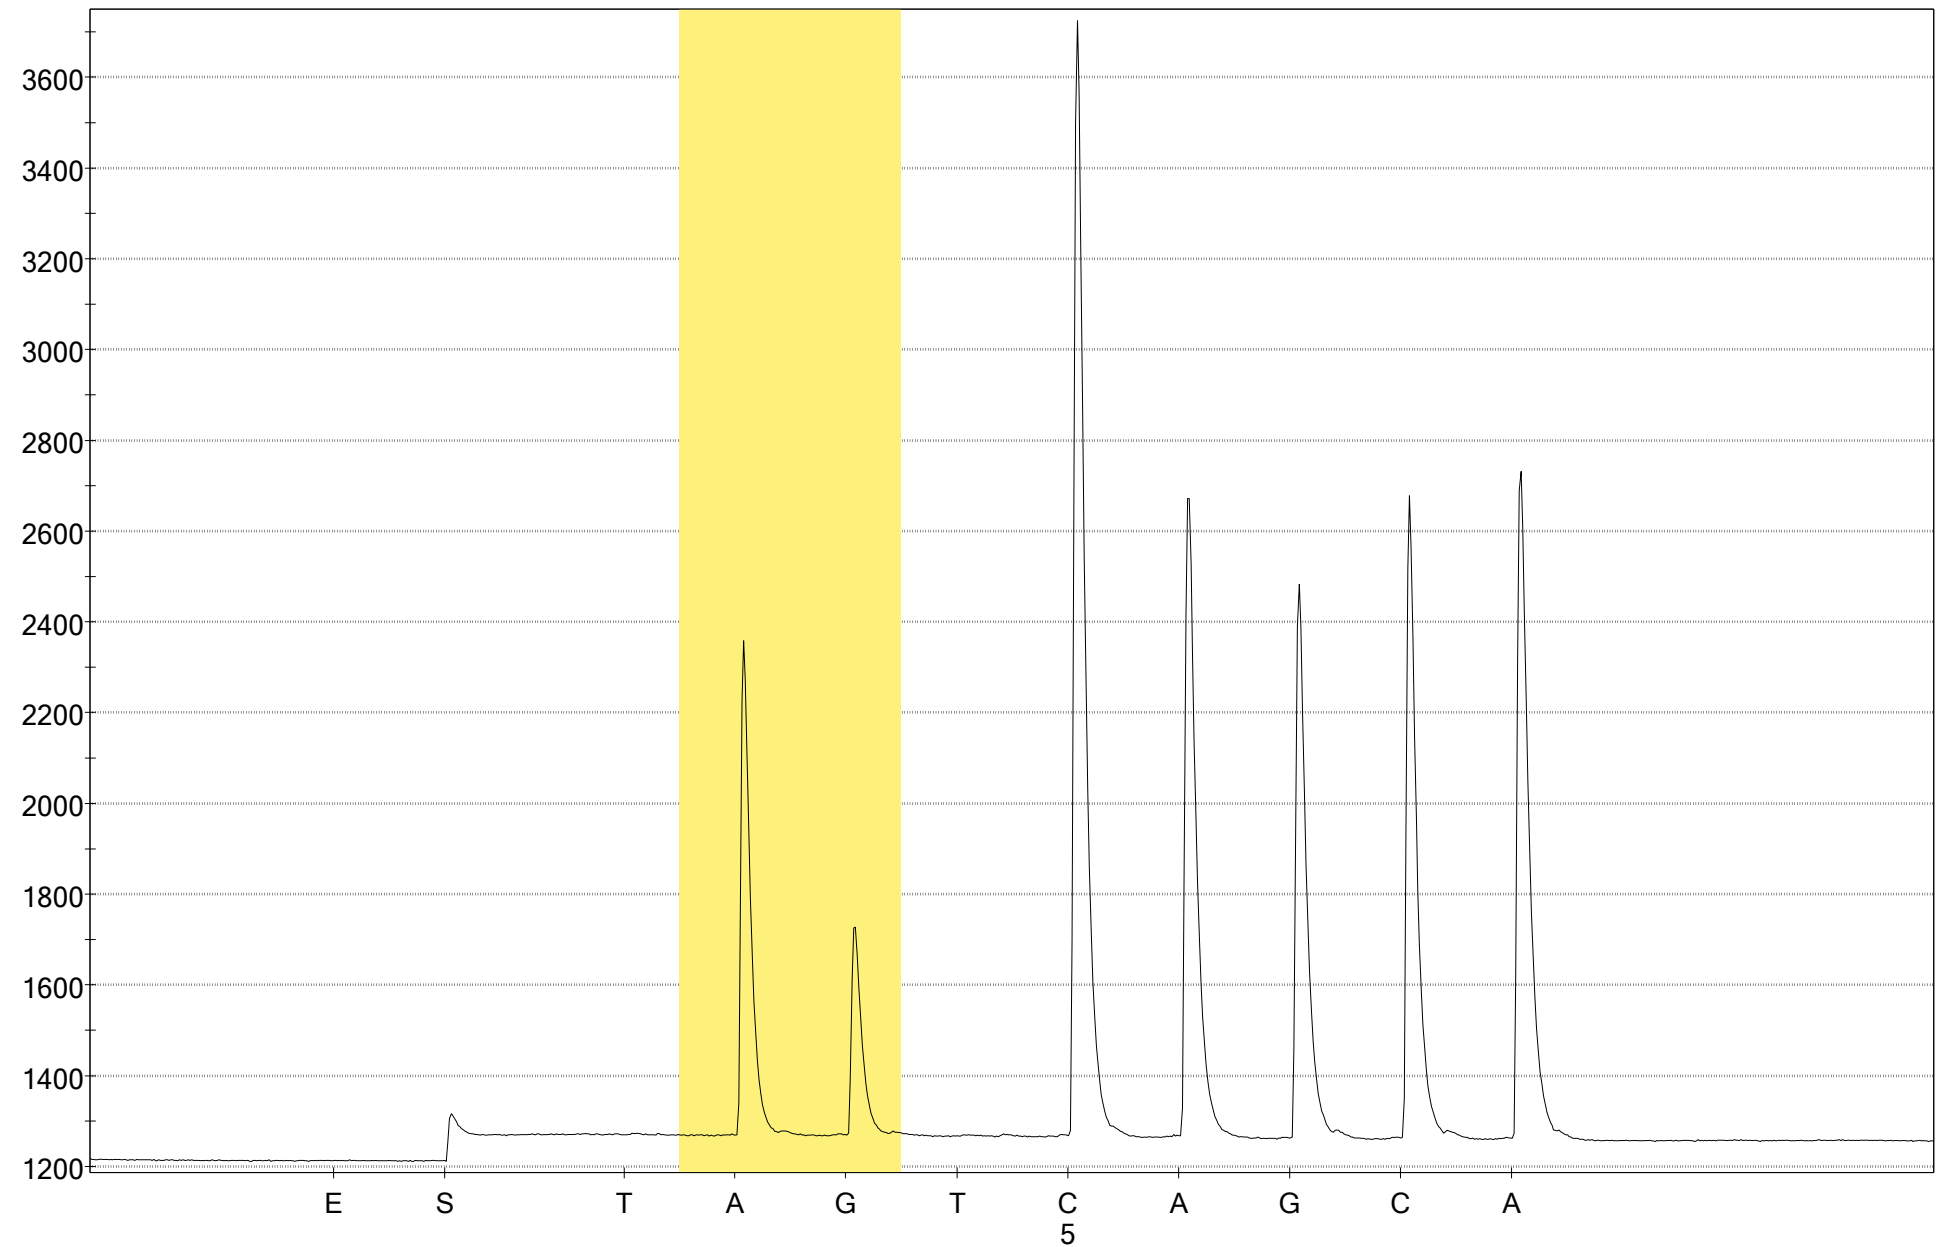

10 uL universal (141+157) - Well E10

Entry: Limd1

1: A: 63.8% / G: 36.2%

(Passed)

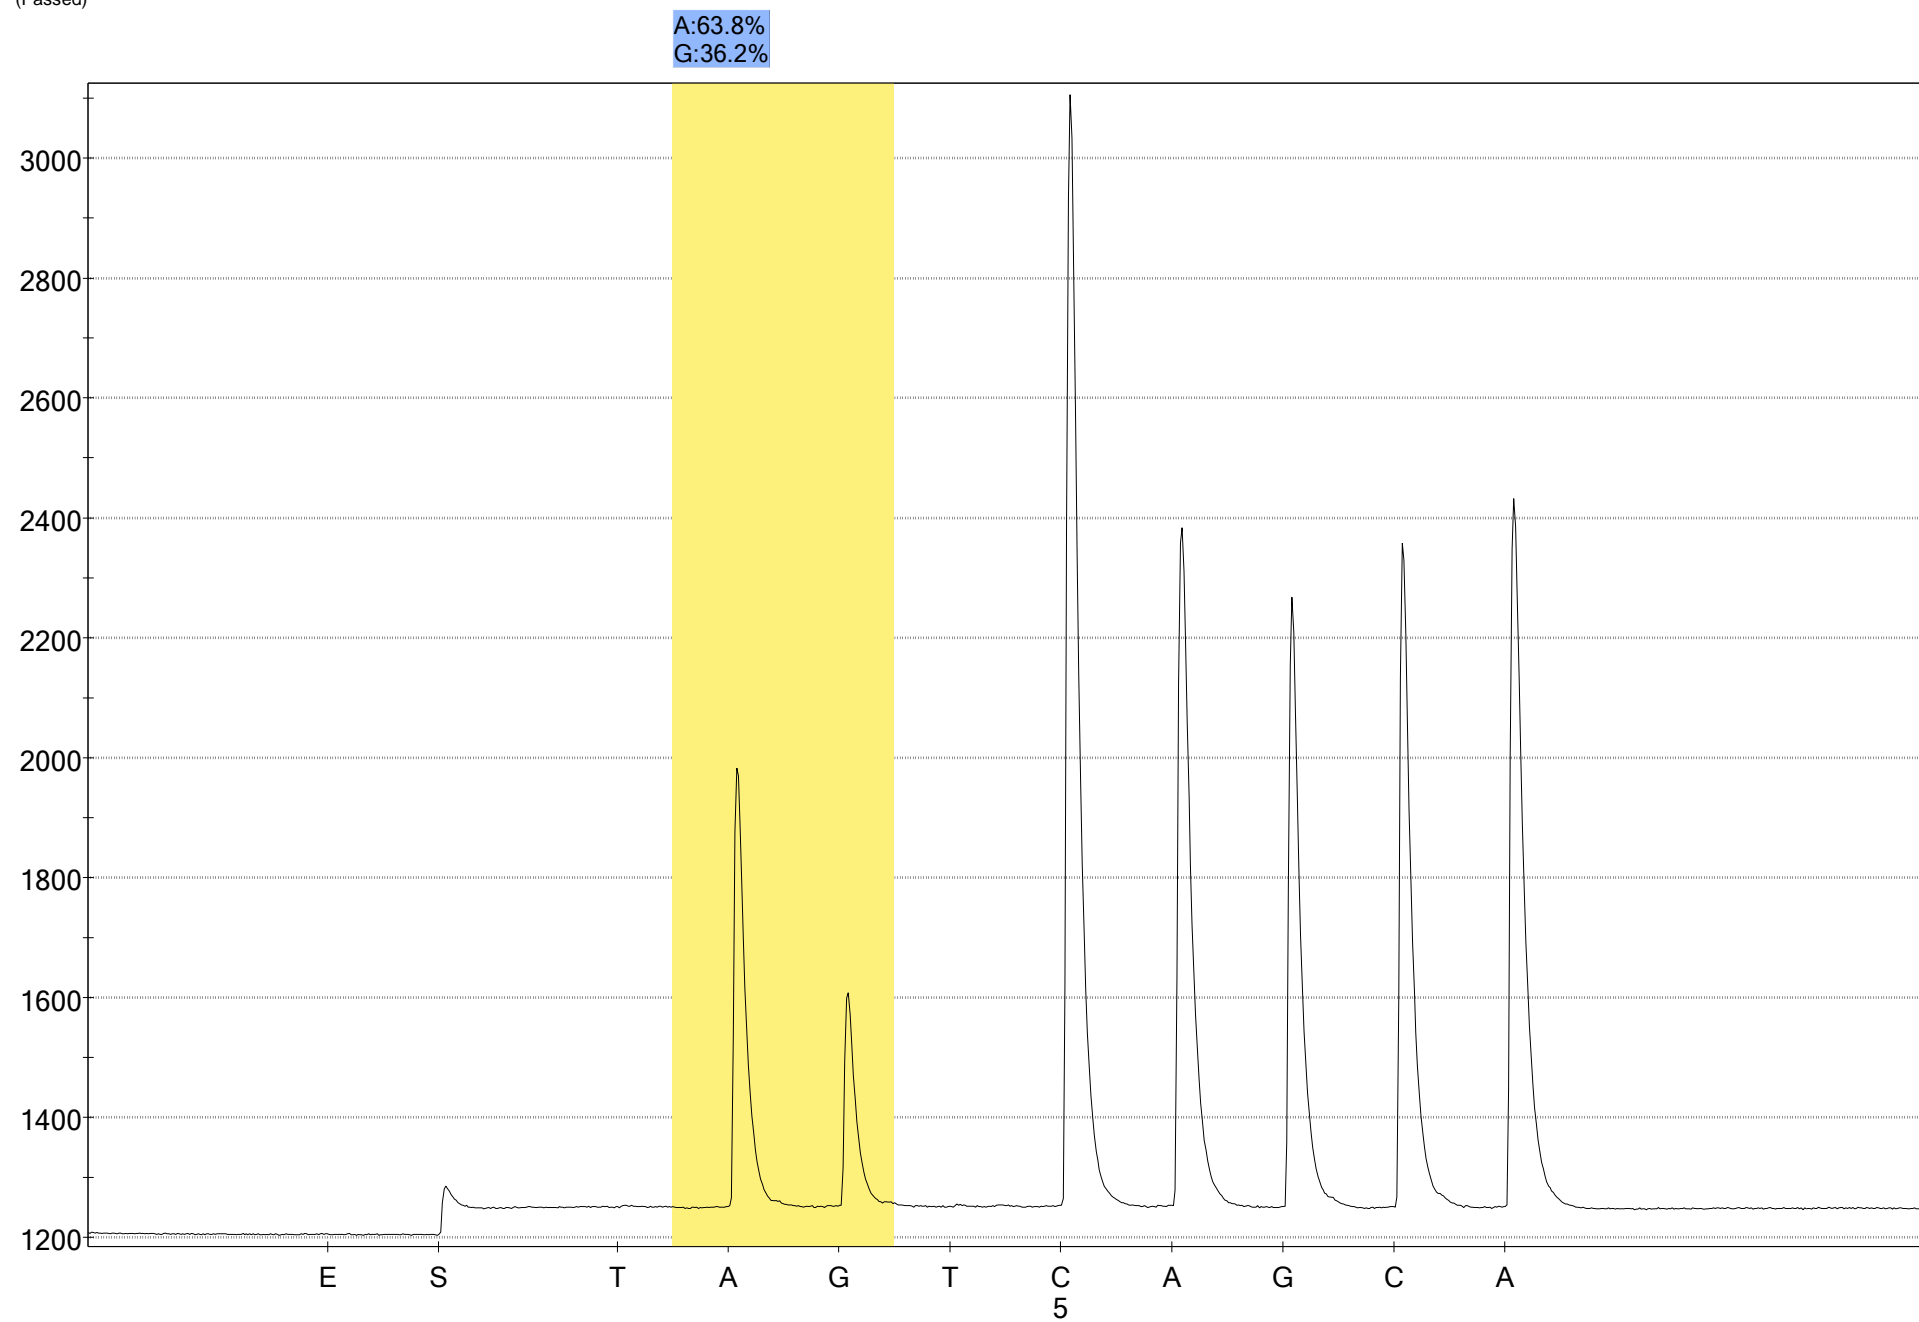

145 - Well E4  
Entry: Limd1  
1: A: 75.9% / G: 24.1%  
(Passed)

A: 75.9%  
G: 24.1%

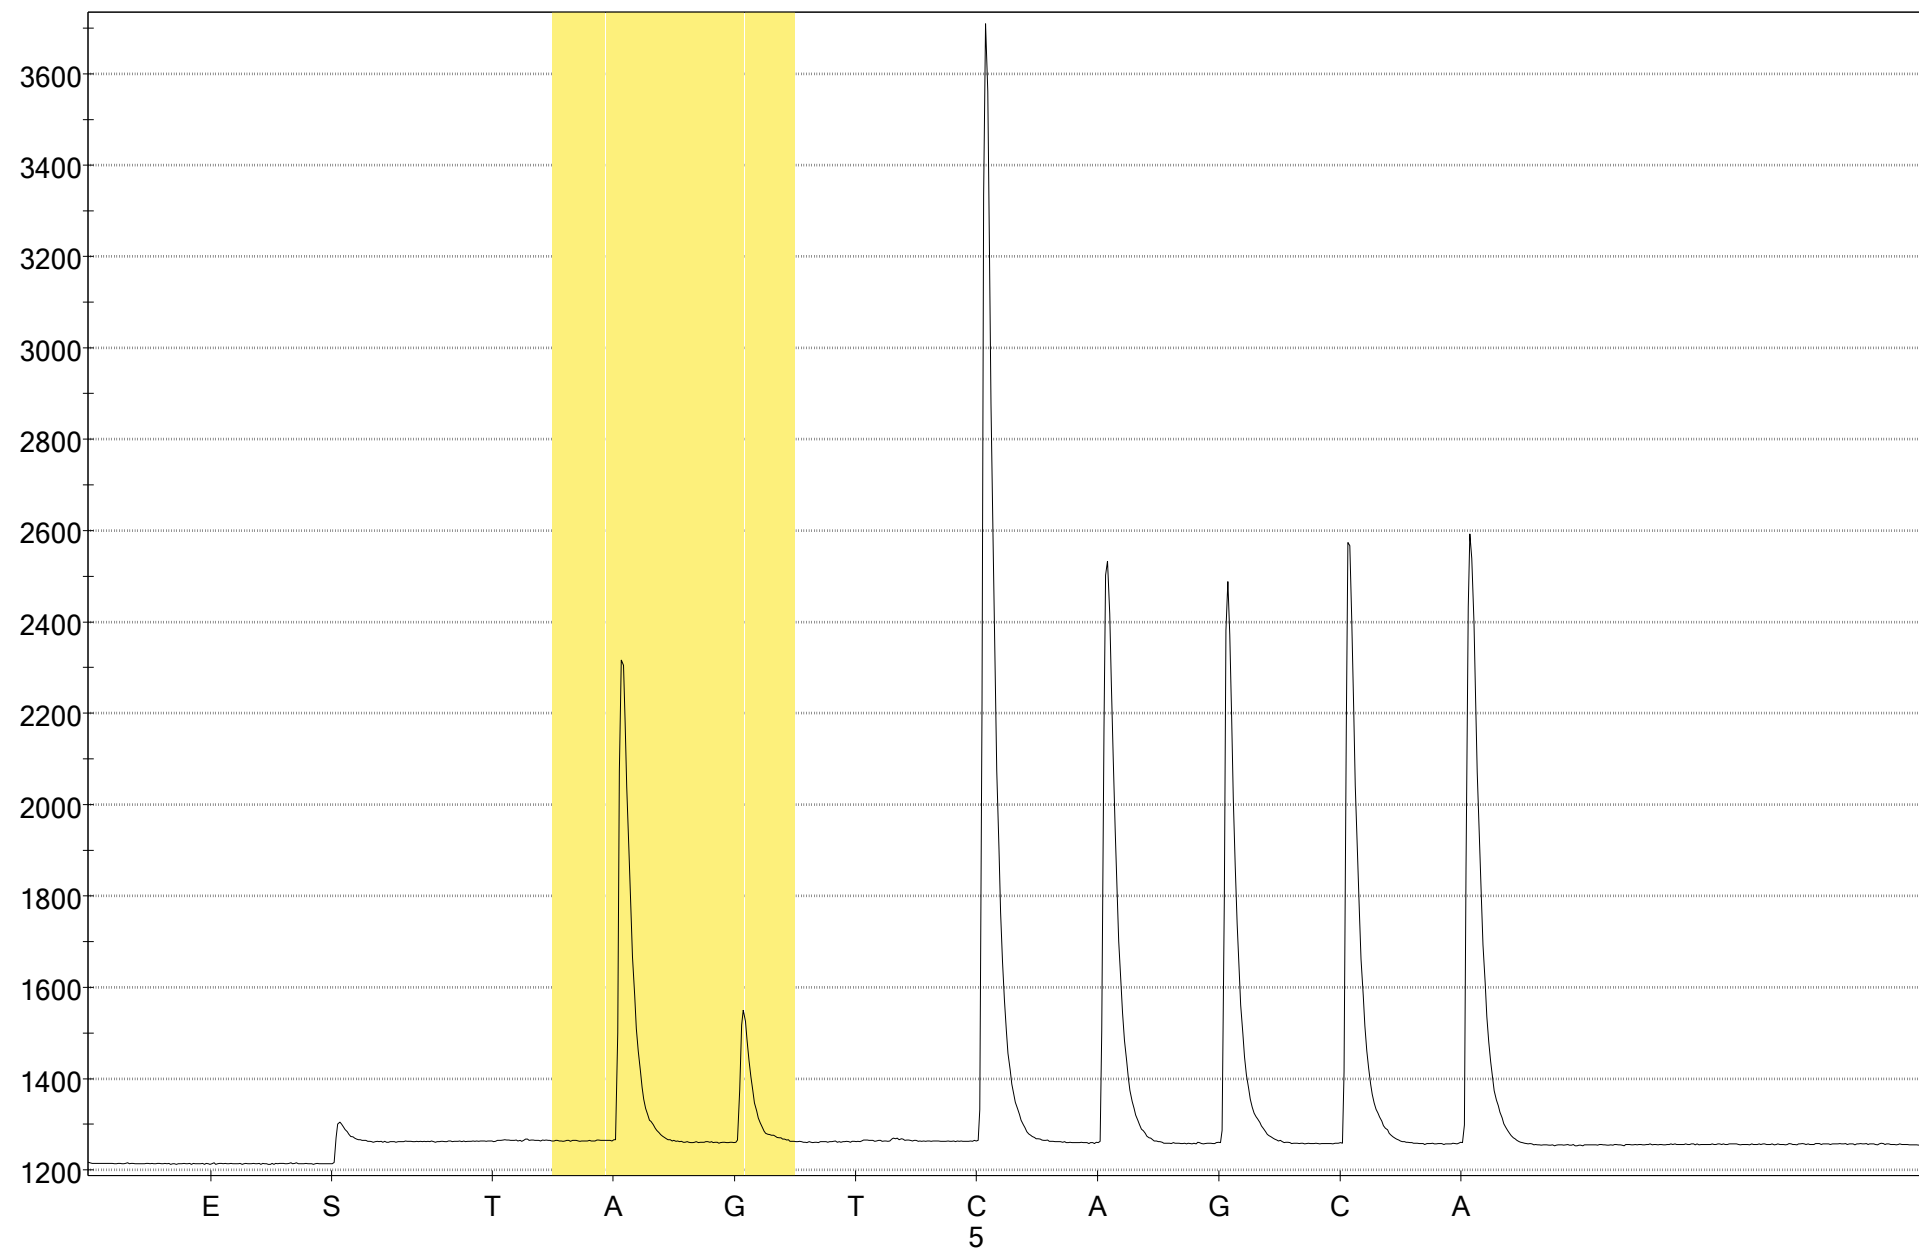

dna - Well E4  
Entry: Limd1  
1: A: 75.2% / G: 24.8%  
(Passed)

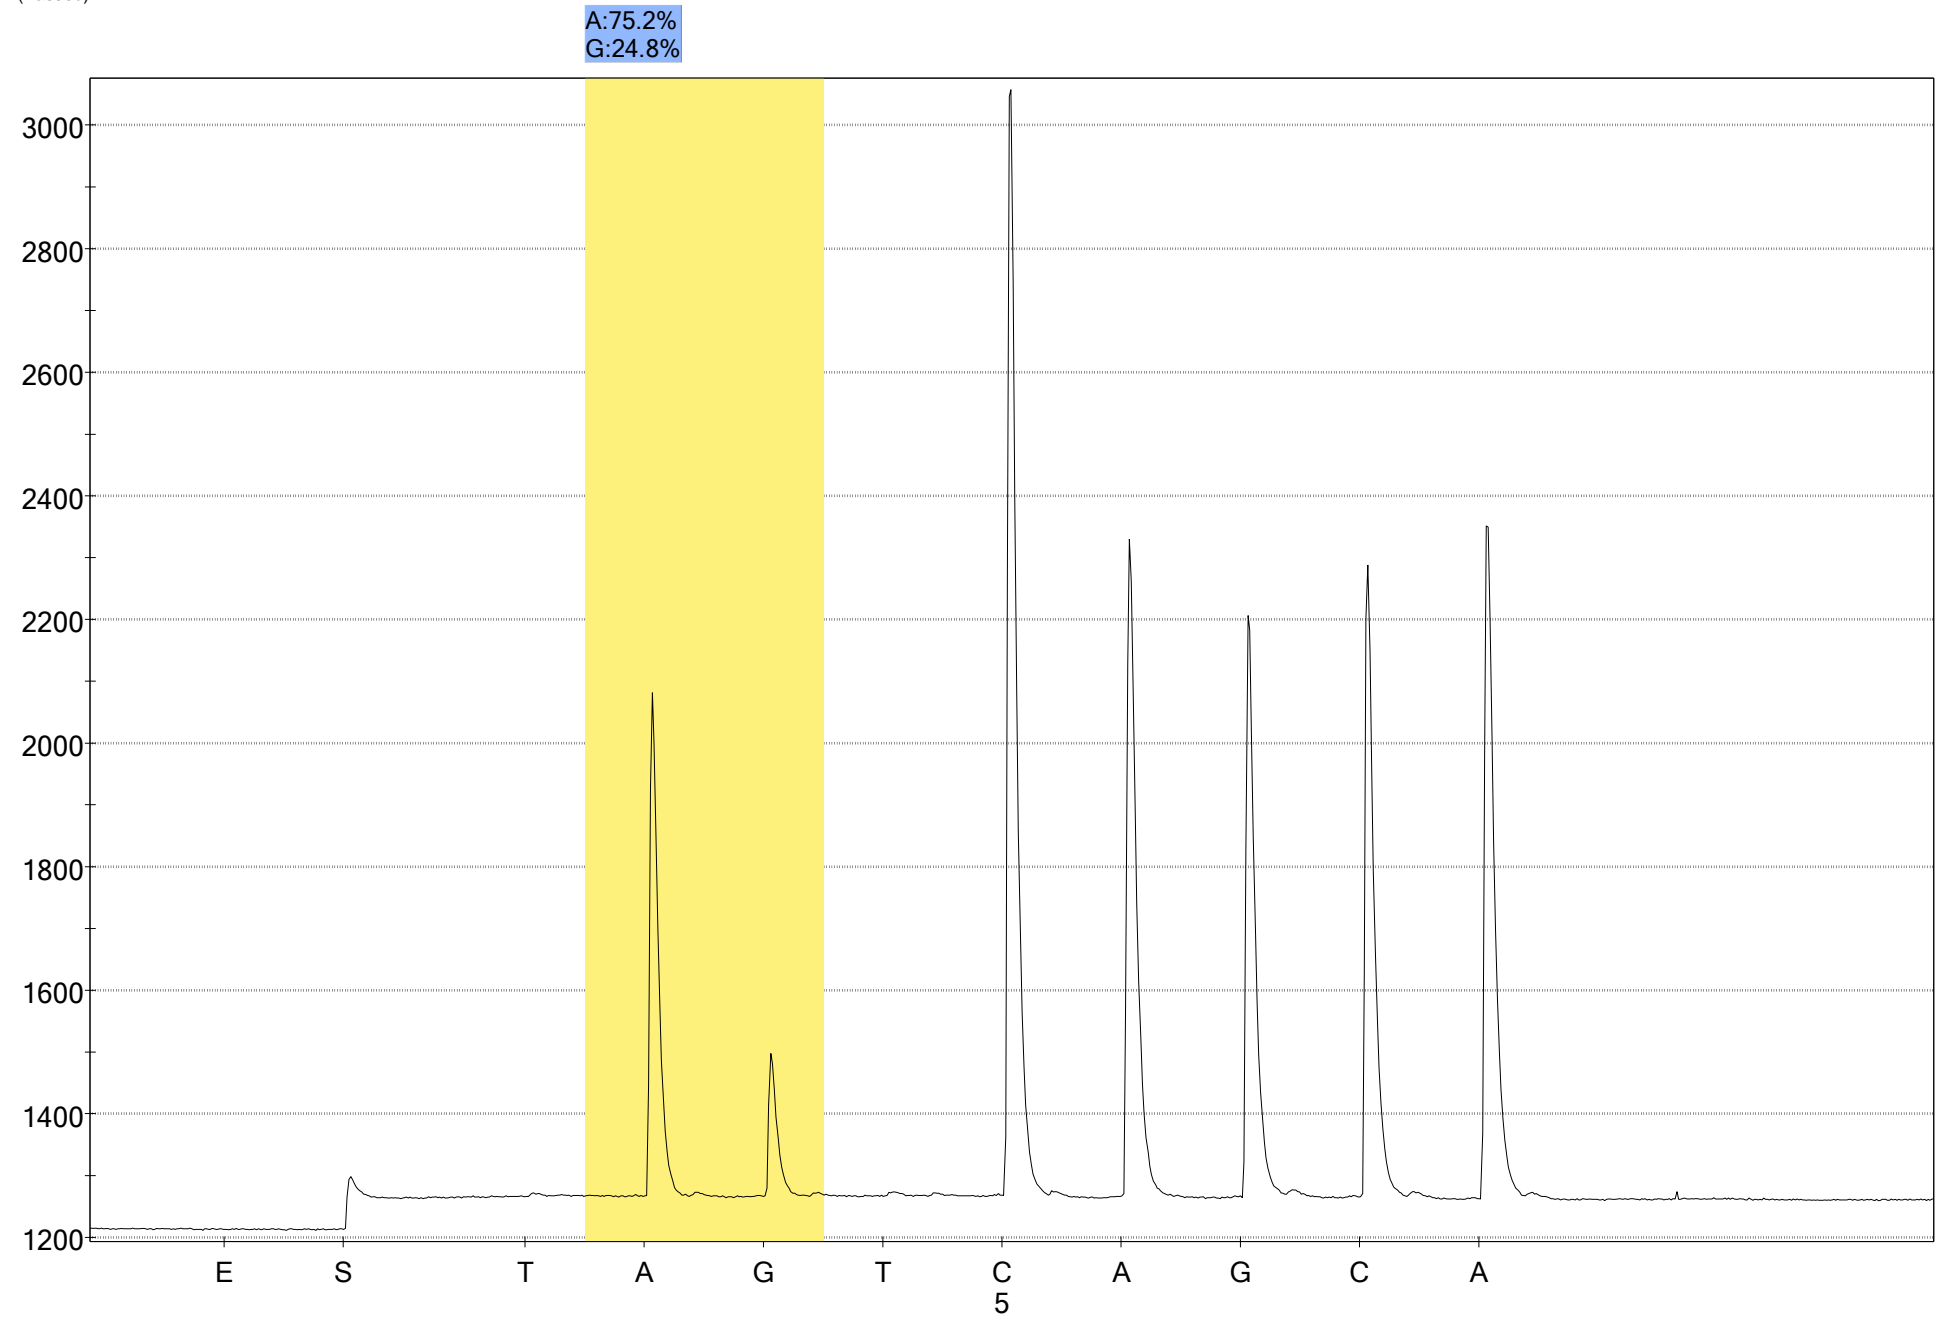

dna - Well E10  
Entry: Limd1  
1: A: 72.1% / G: 27.9%  
(Passed)

A:72.1%  
G:27.9%

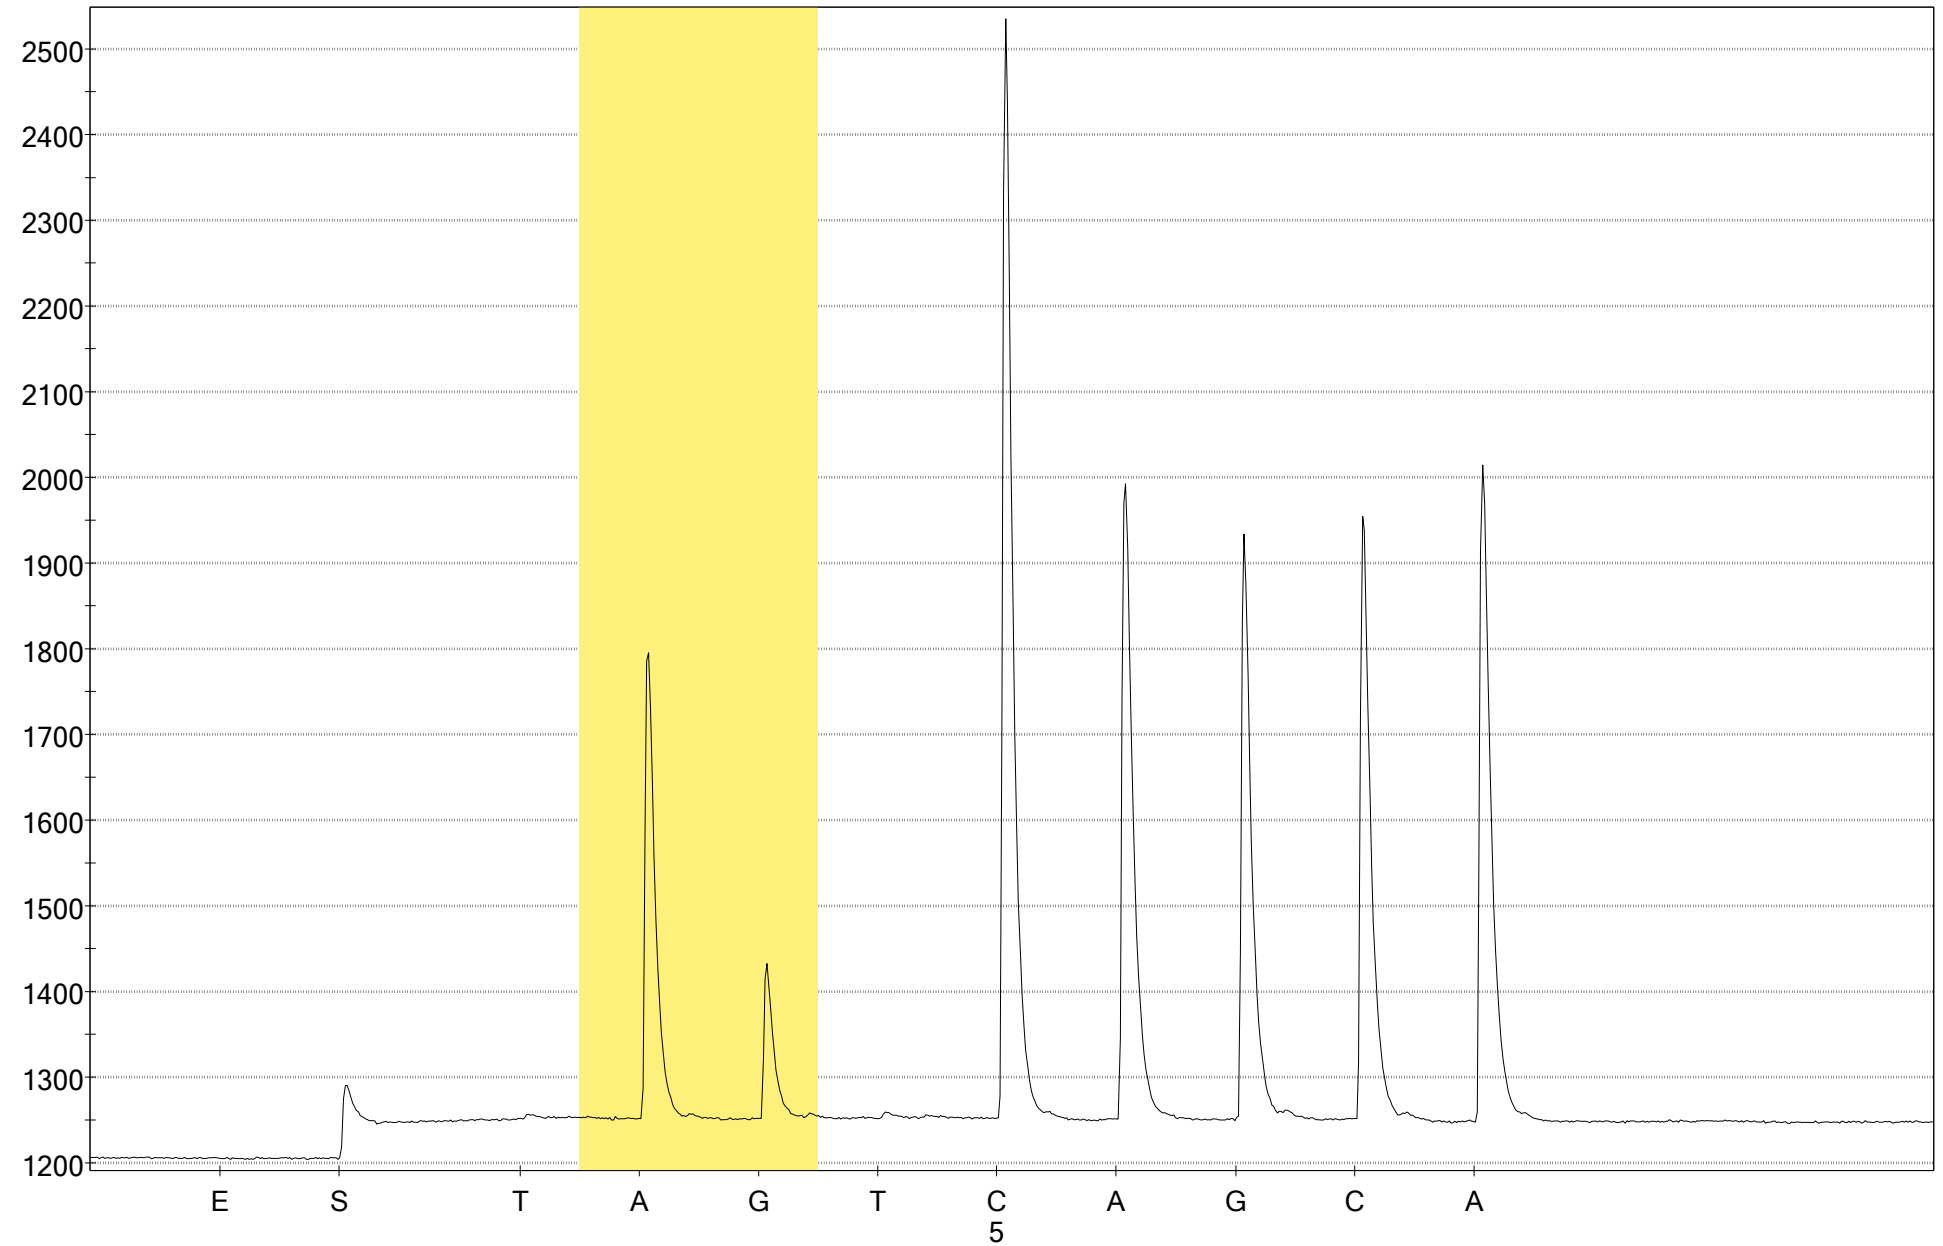

10 uL universal (141+157) - Well C6  
Entry: Syt16  
1: A: 45.3% / G: 54.7%  
(Passed)

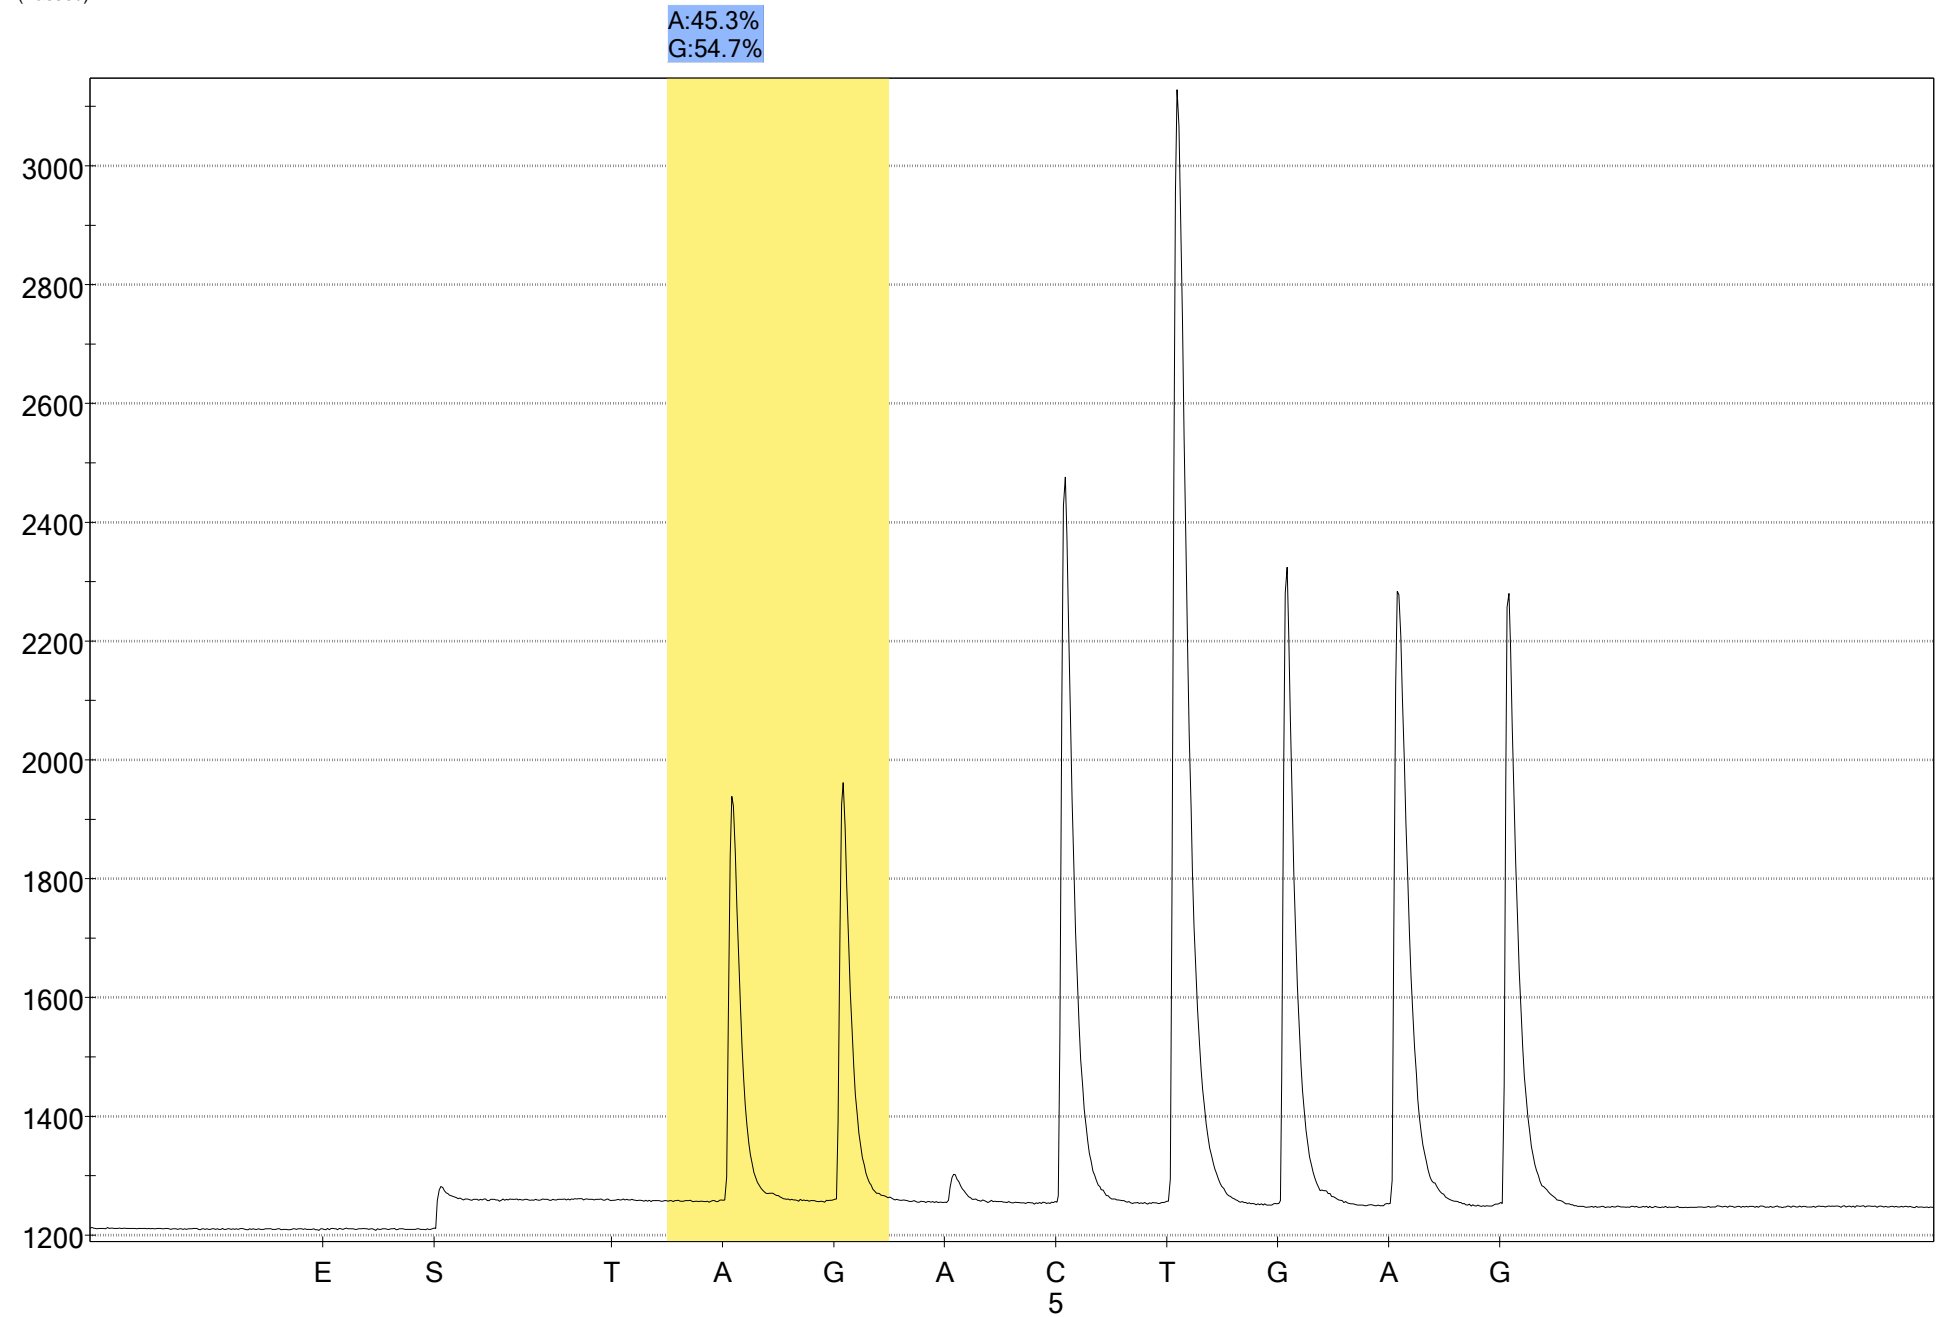

10 uL universal (141+157) - Well C12

Entry: Syt16

1: A: 43.5% / G: 56.5%

(Passed)

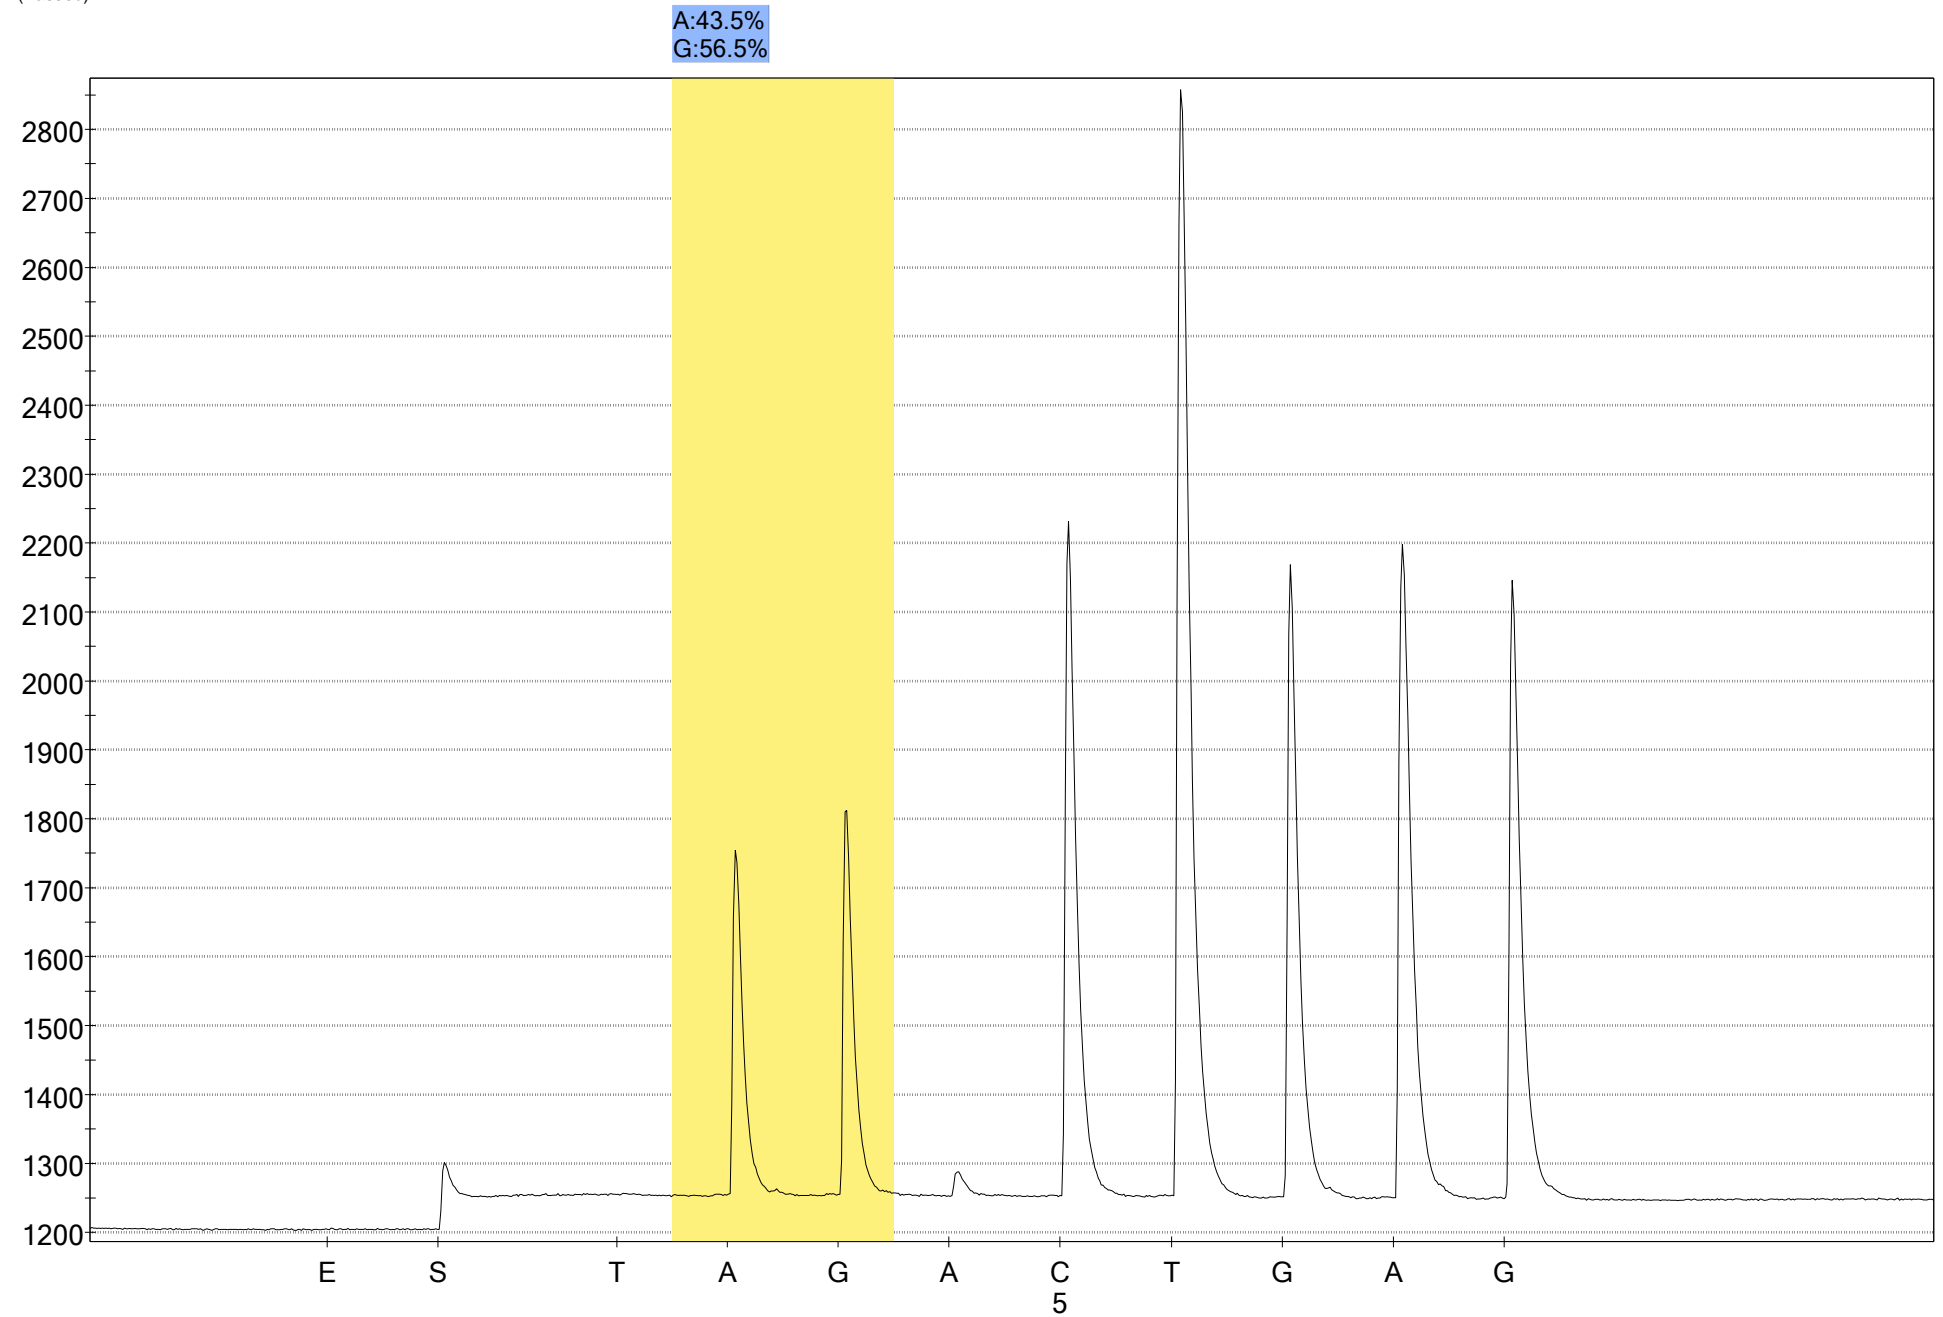

145 - Well C6  
Entry: Syt16  
1: A: 47.7% / G: 52.3%  
(Passed)

A:47.7%  
G:52.3%

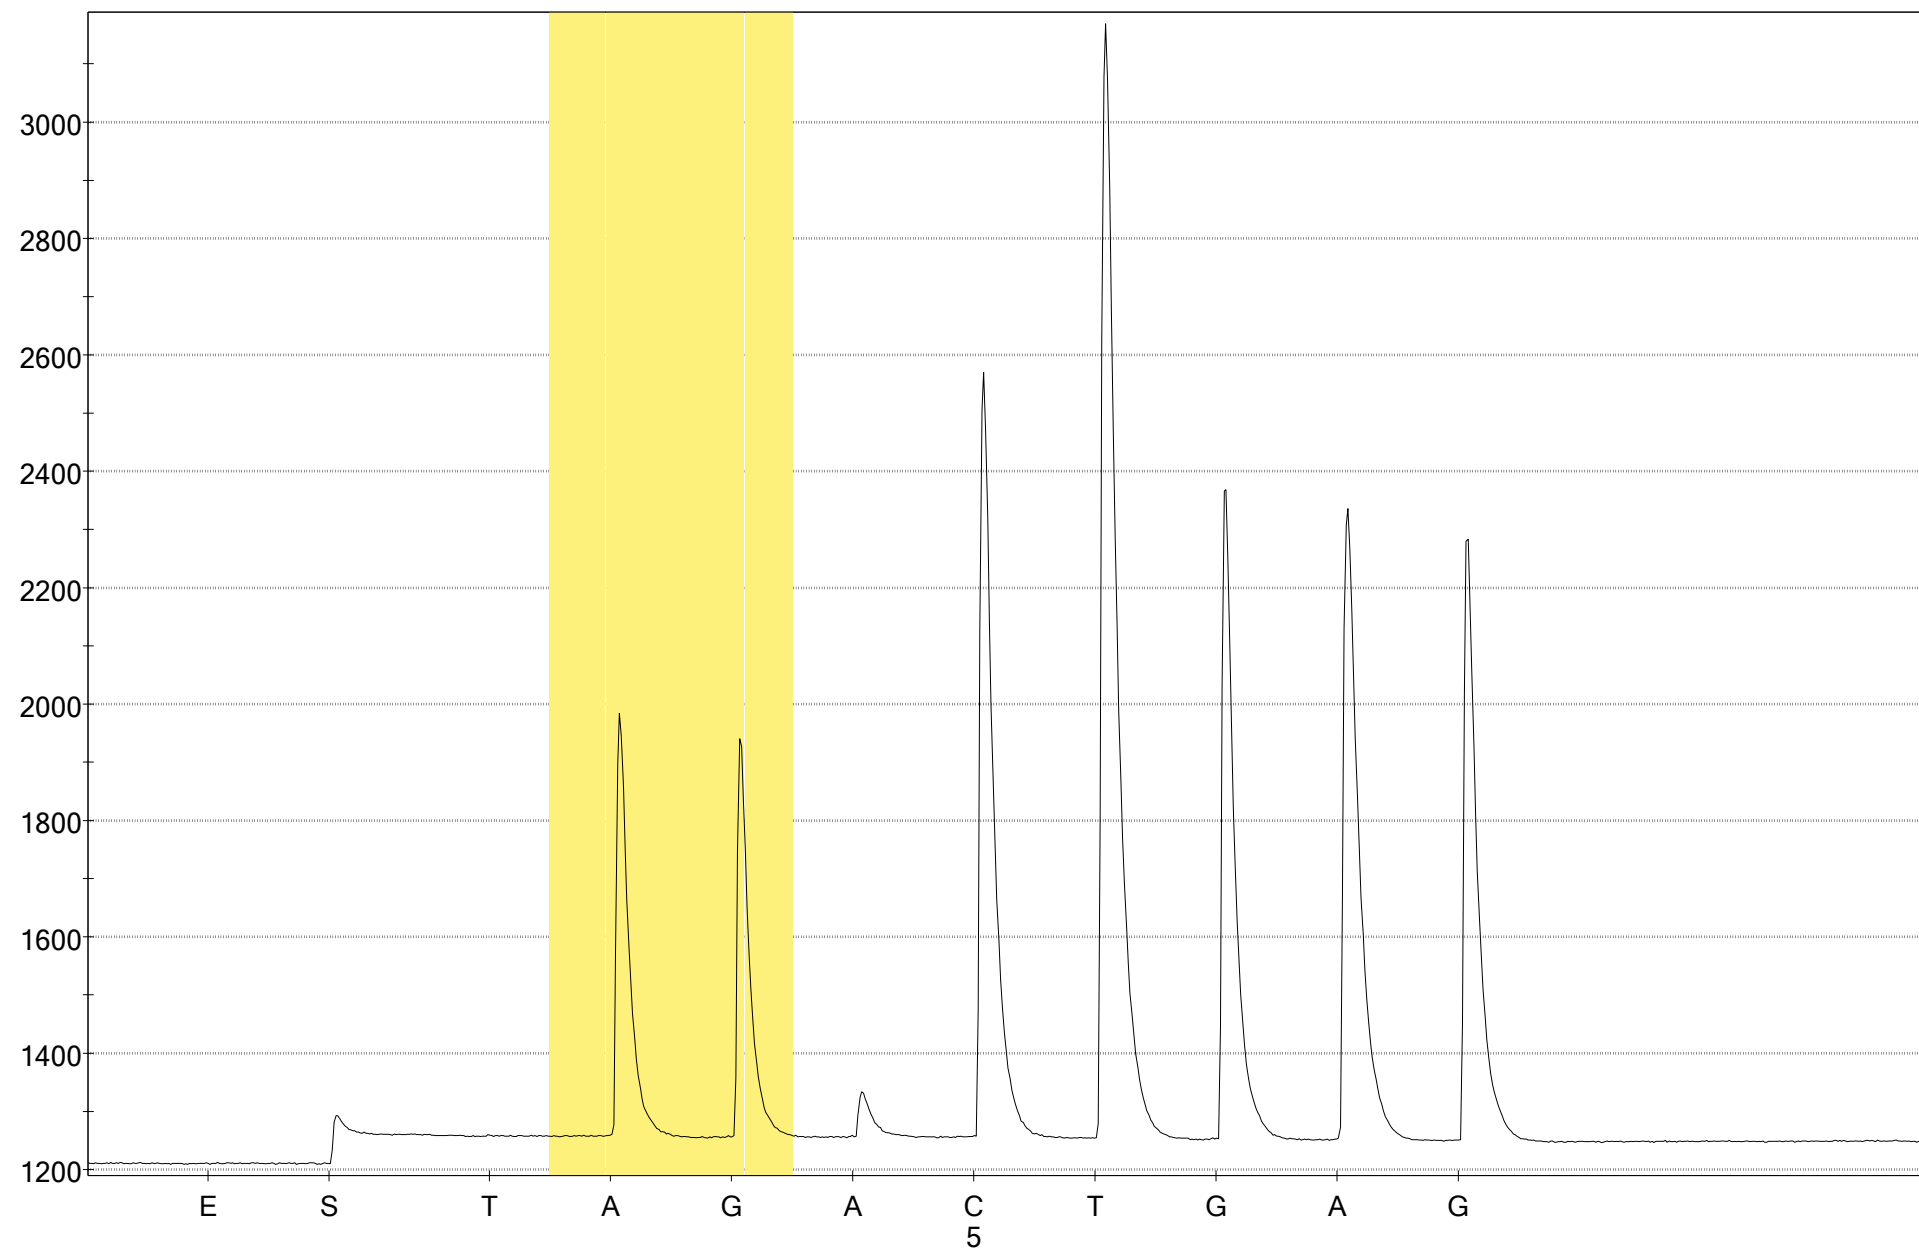

dna - Well C6  
Entry: Syt16  
1: A: 45.2% / G: 54.8%  
(Passed)

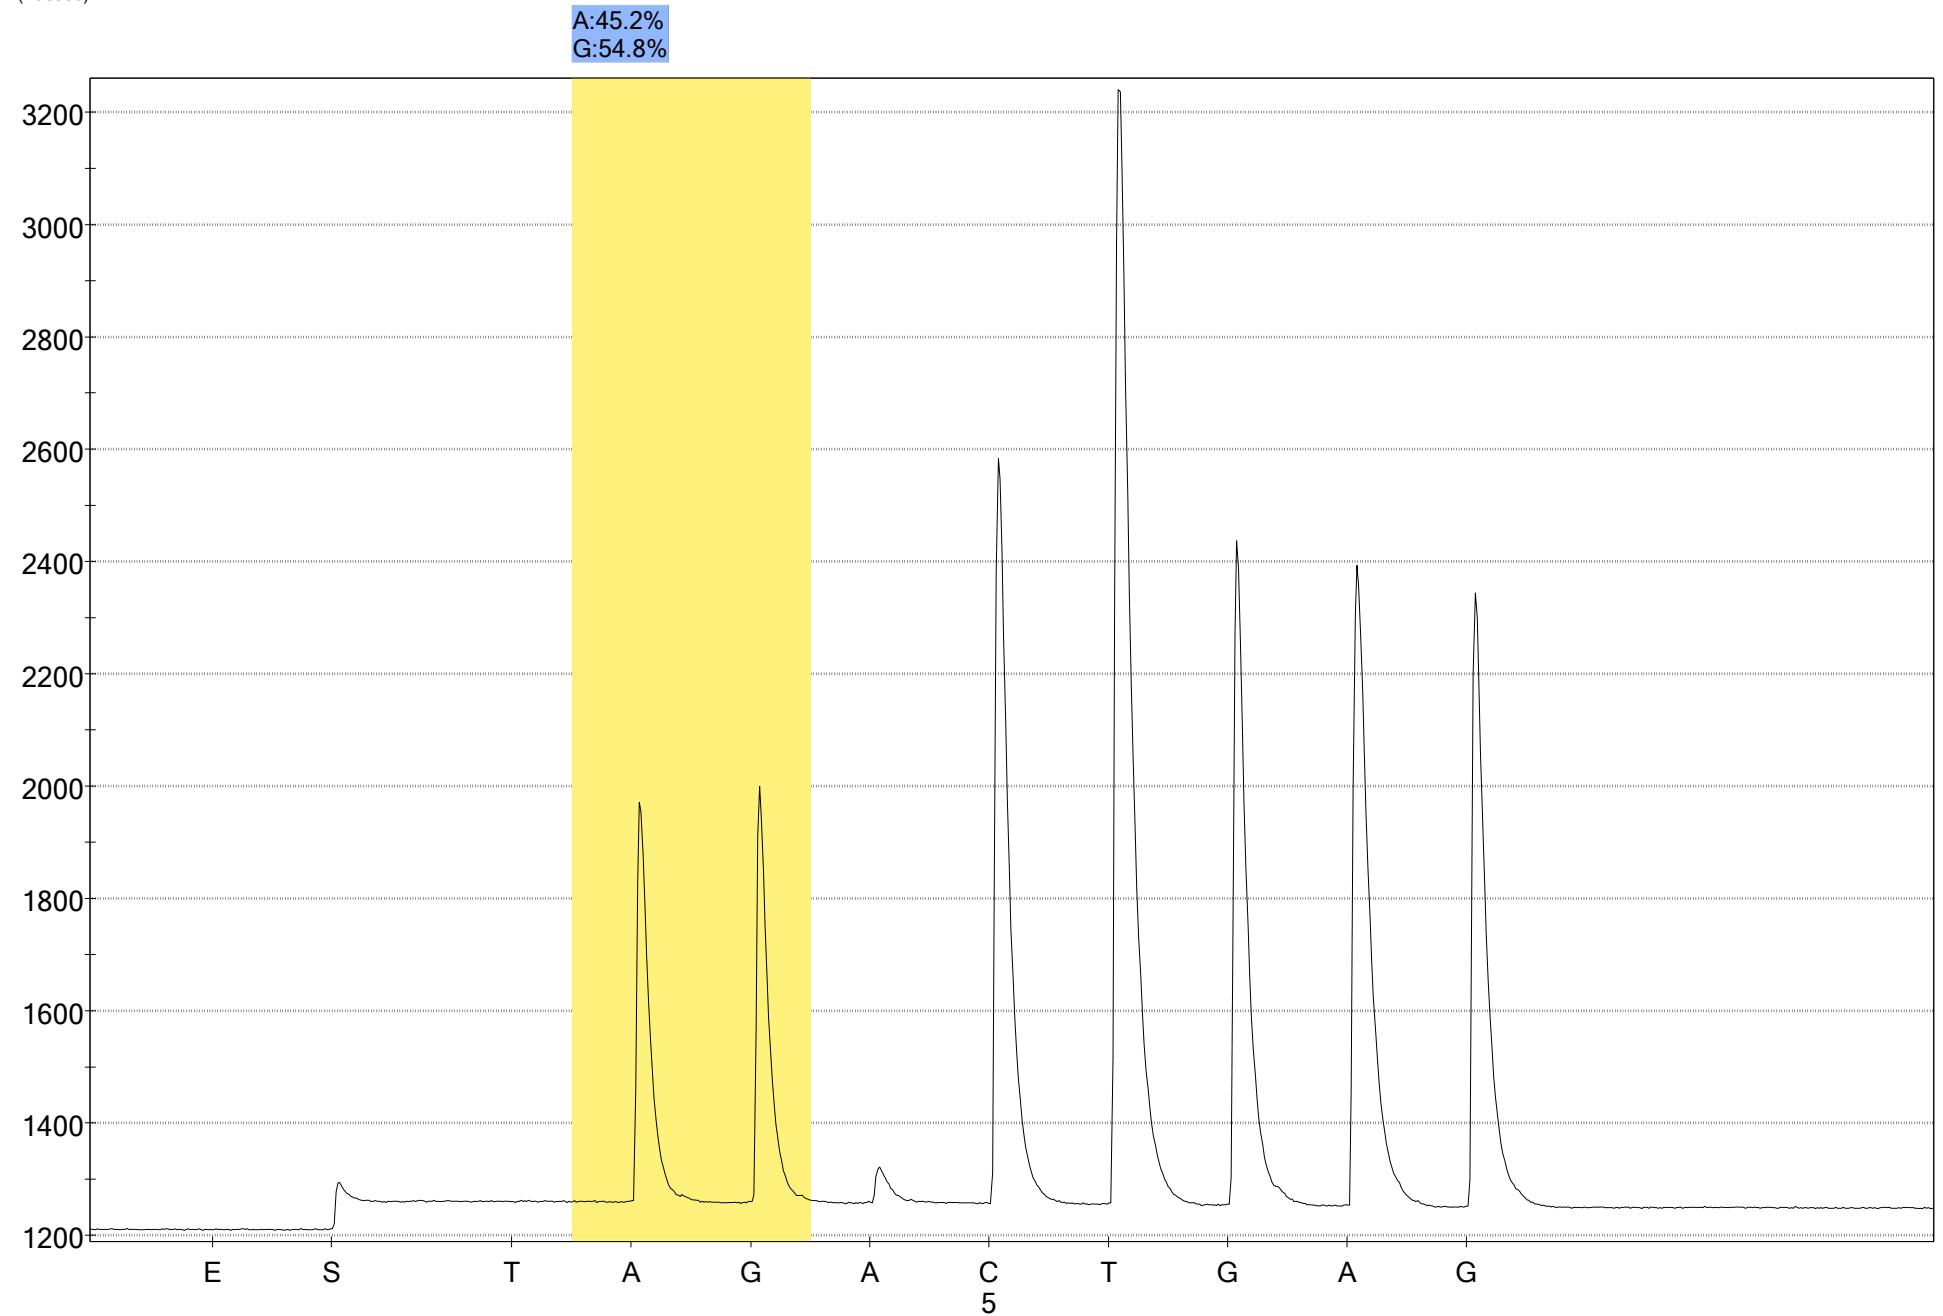

dna - Well C12  
Entry: Syt16  
1: A: 42.4% / G: 57.6%  
(Passed)

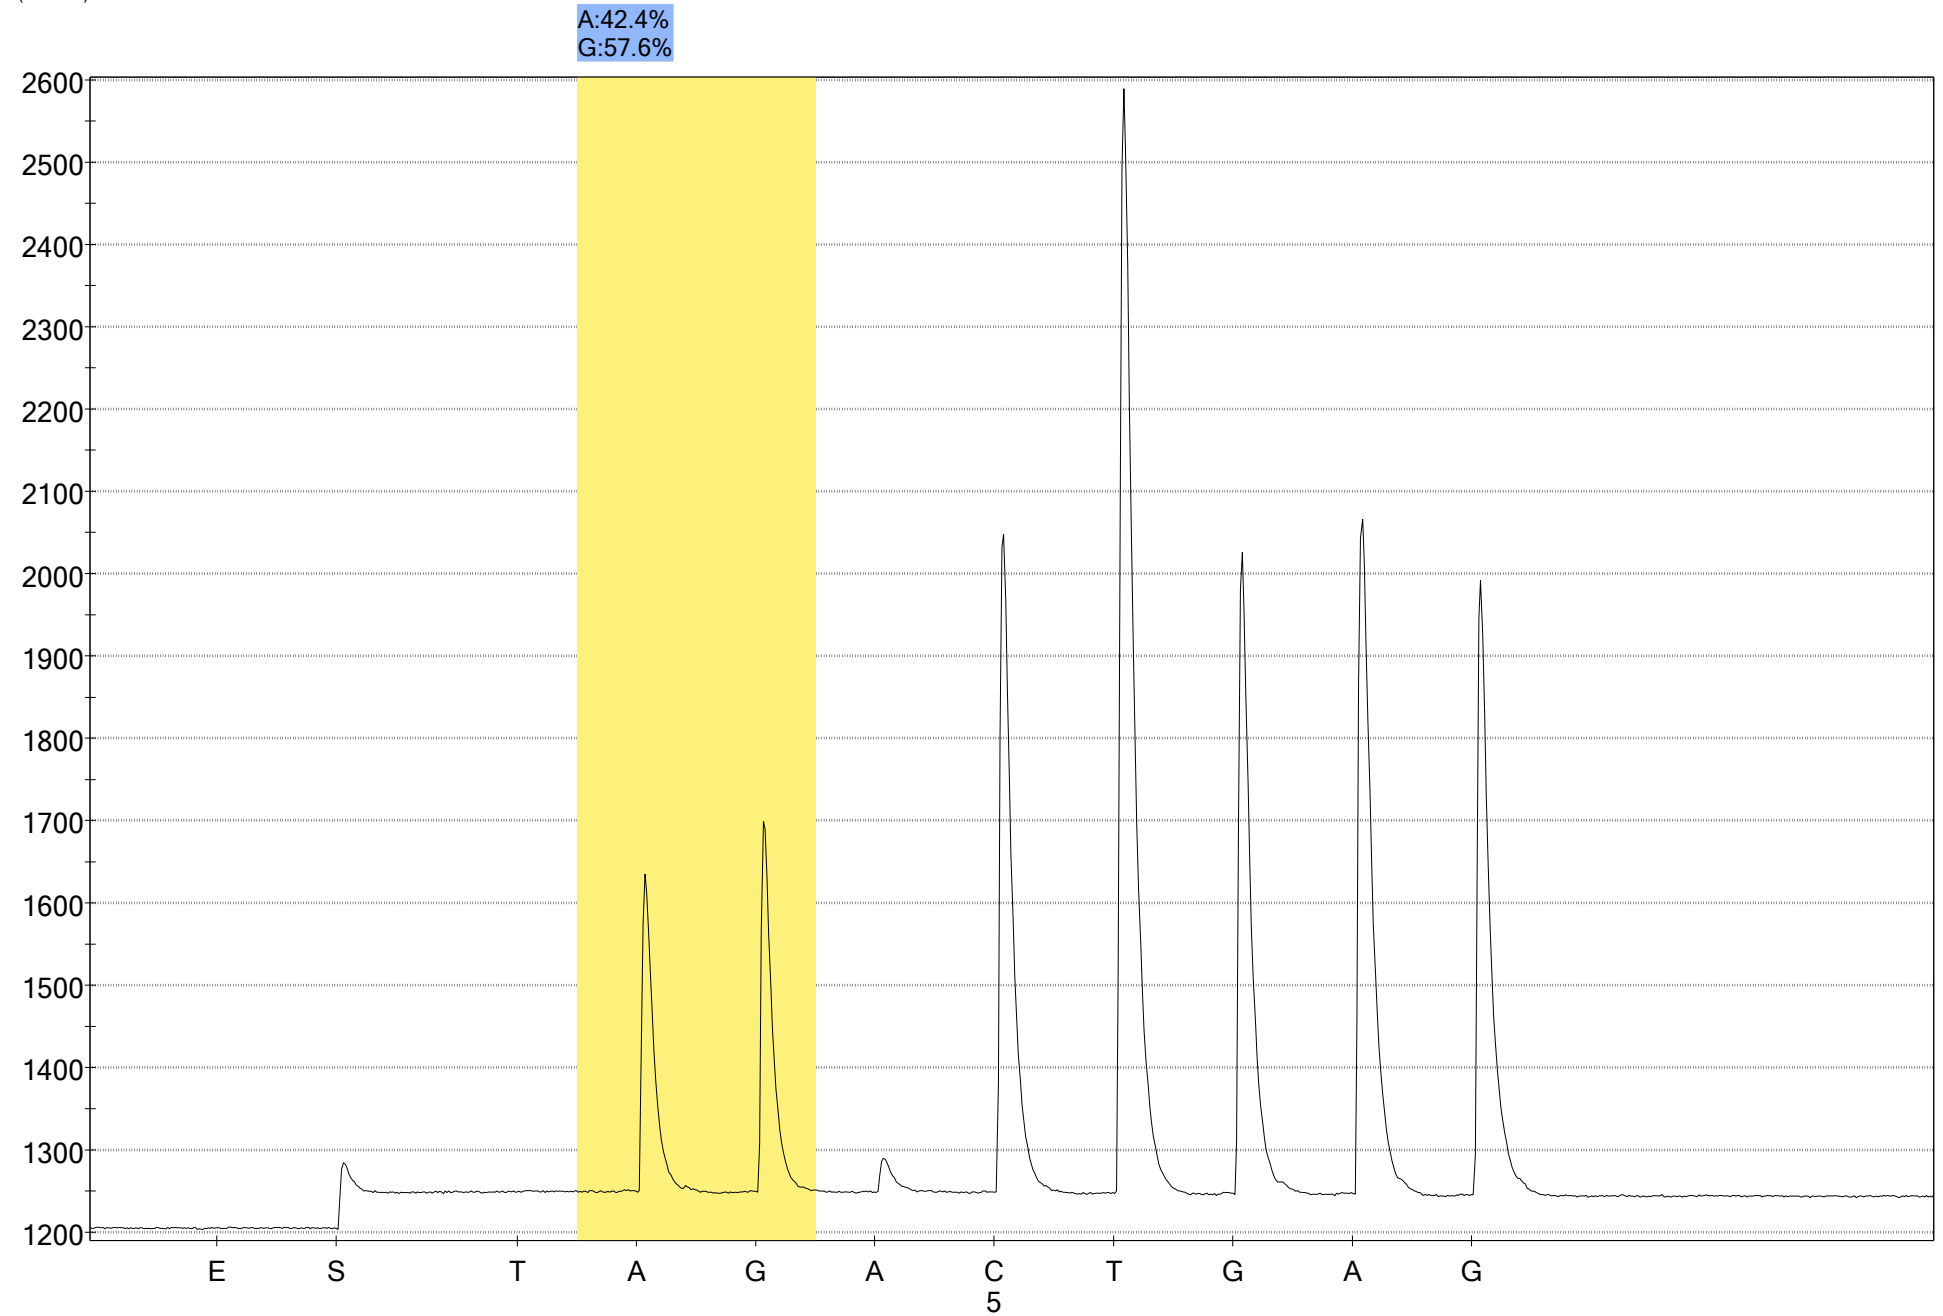

10 uL universal (141+157) - Well D6

Entry: Trak2

2: C: 42.4% / T: 57.6%

(Passed)

C:42.4%  
T:57.6%

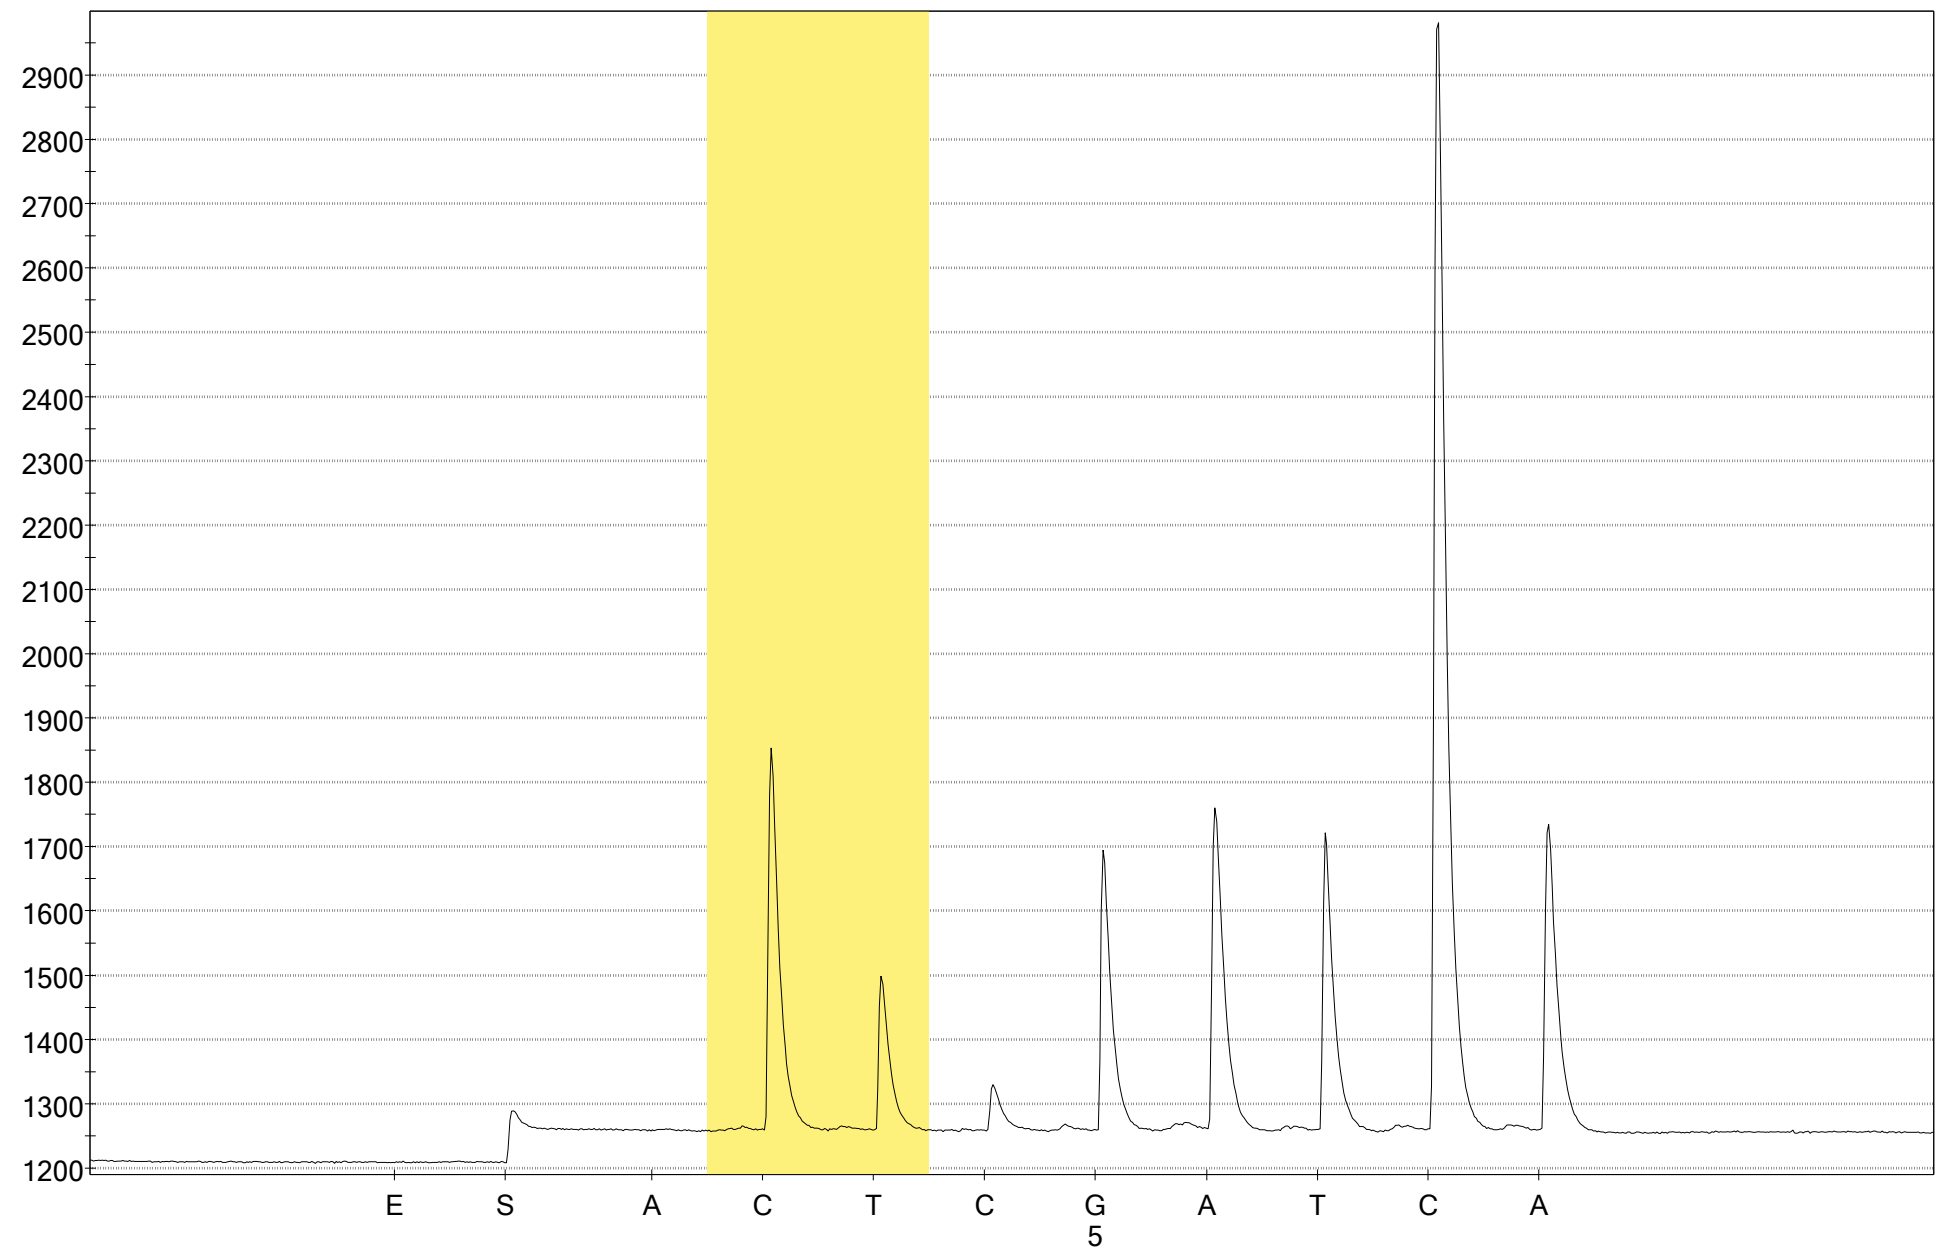

10 uL universal (141+157) - Well D12  
Entry: Trak2  
2: C: 42.6% / T: 57.4%  
(Passed)

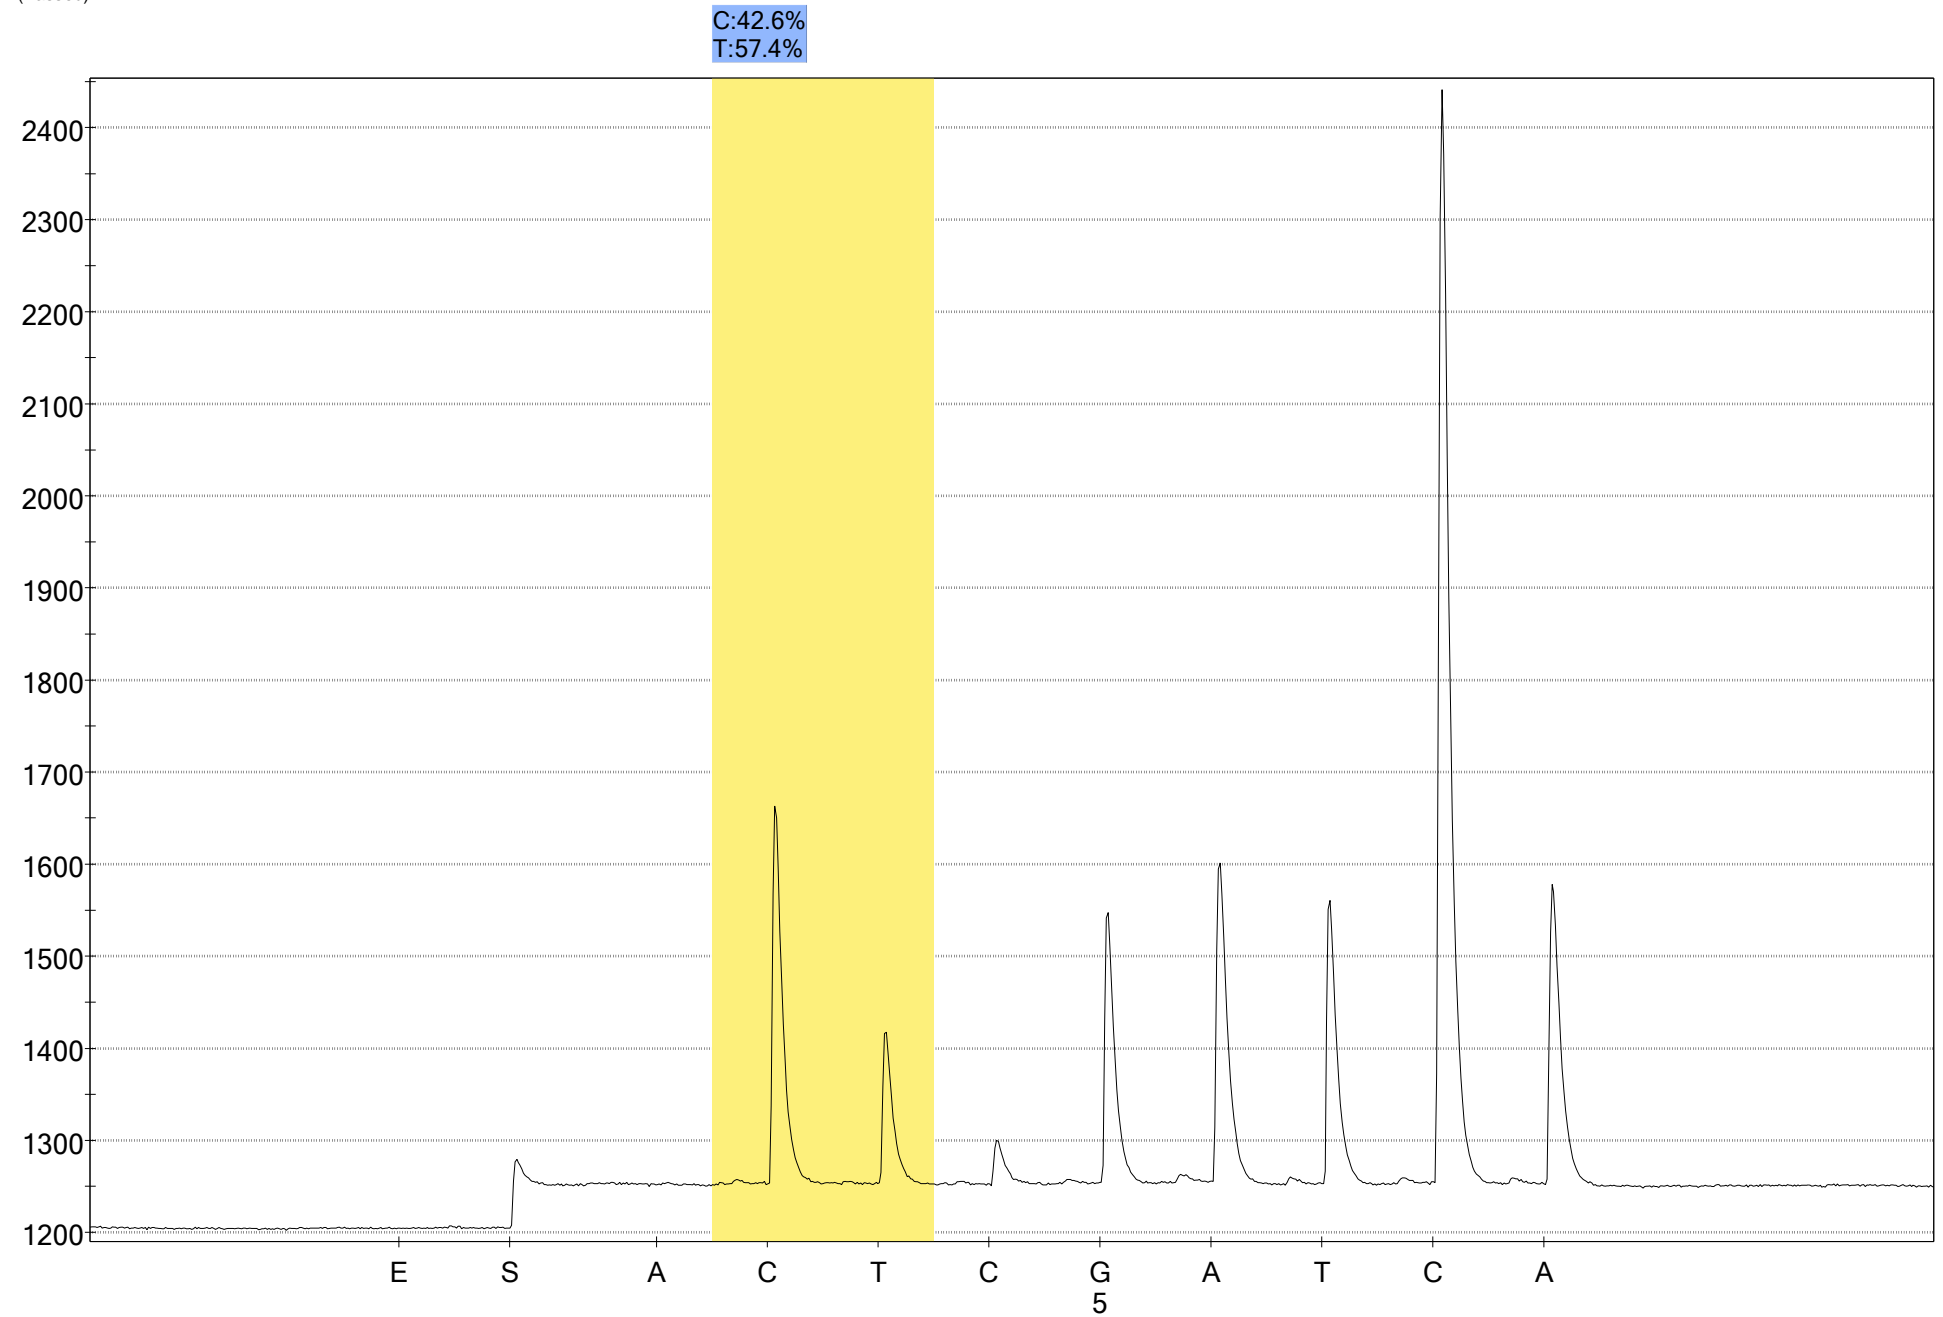

145 - Well D6  
Entry: Trak2  
2: C: 41.6% / T: 58.4%  
(Passed)

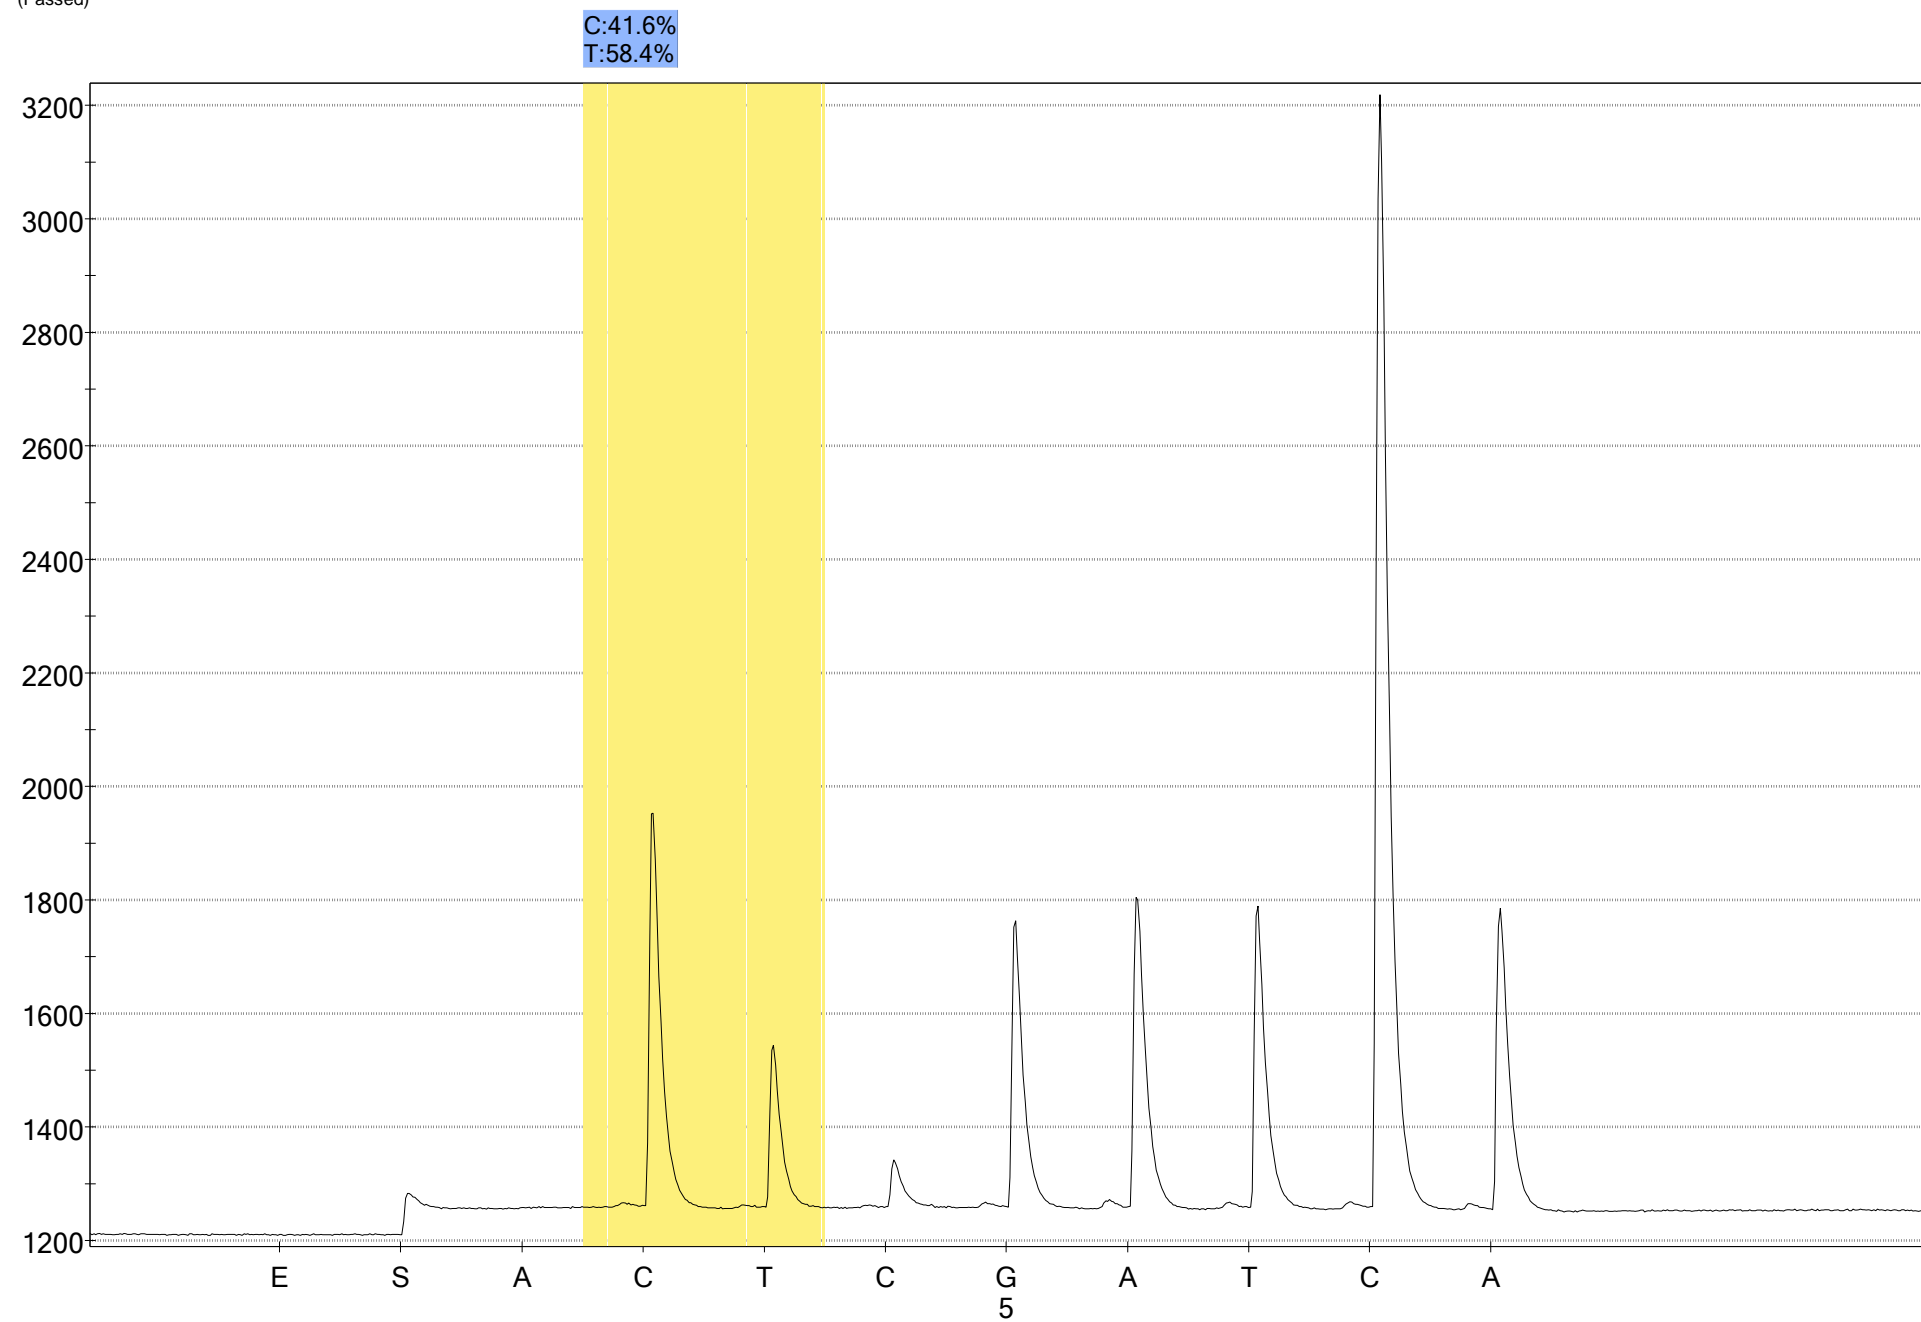

dna - Well D6  
Entry: Trak2  
2: C: 33.5% / T: 66.5%  
(Passed)

C:33.5%  
T:66.5%

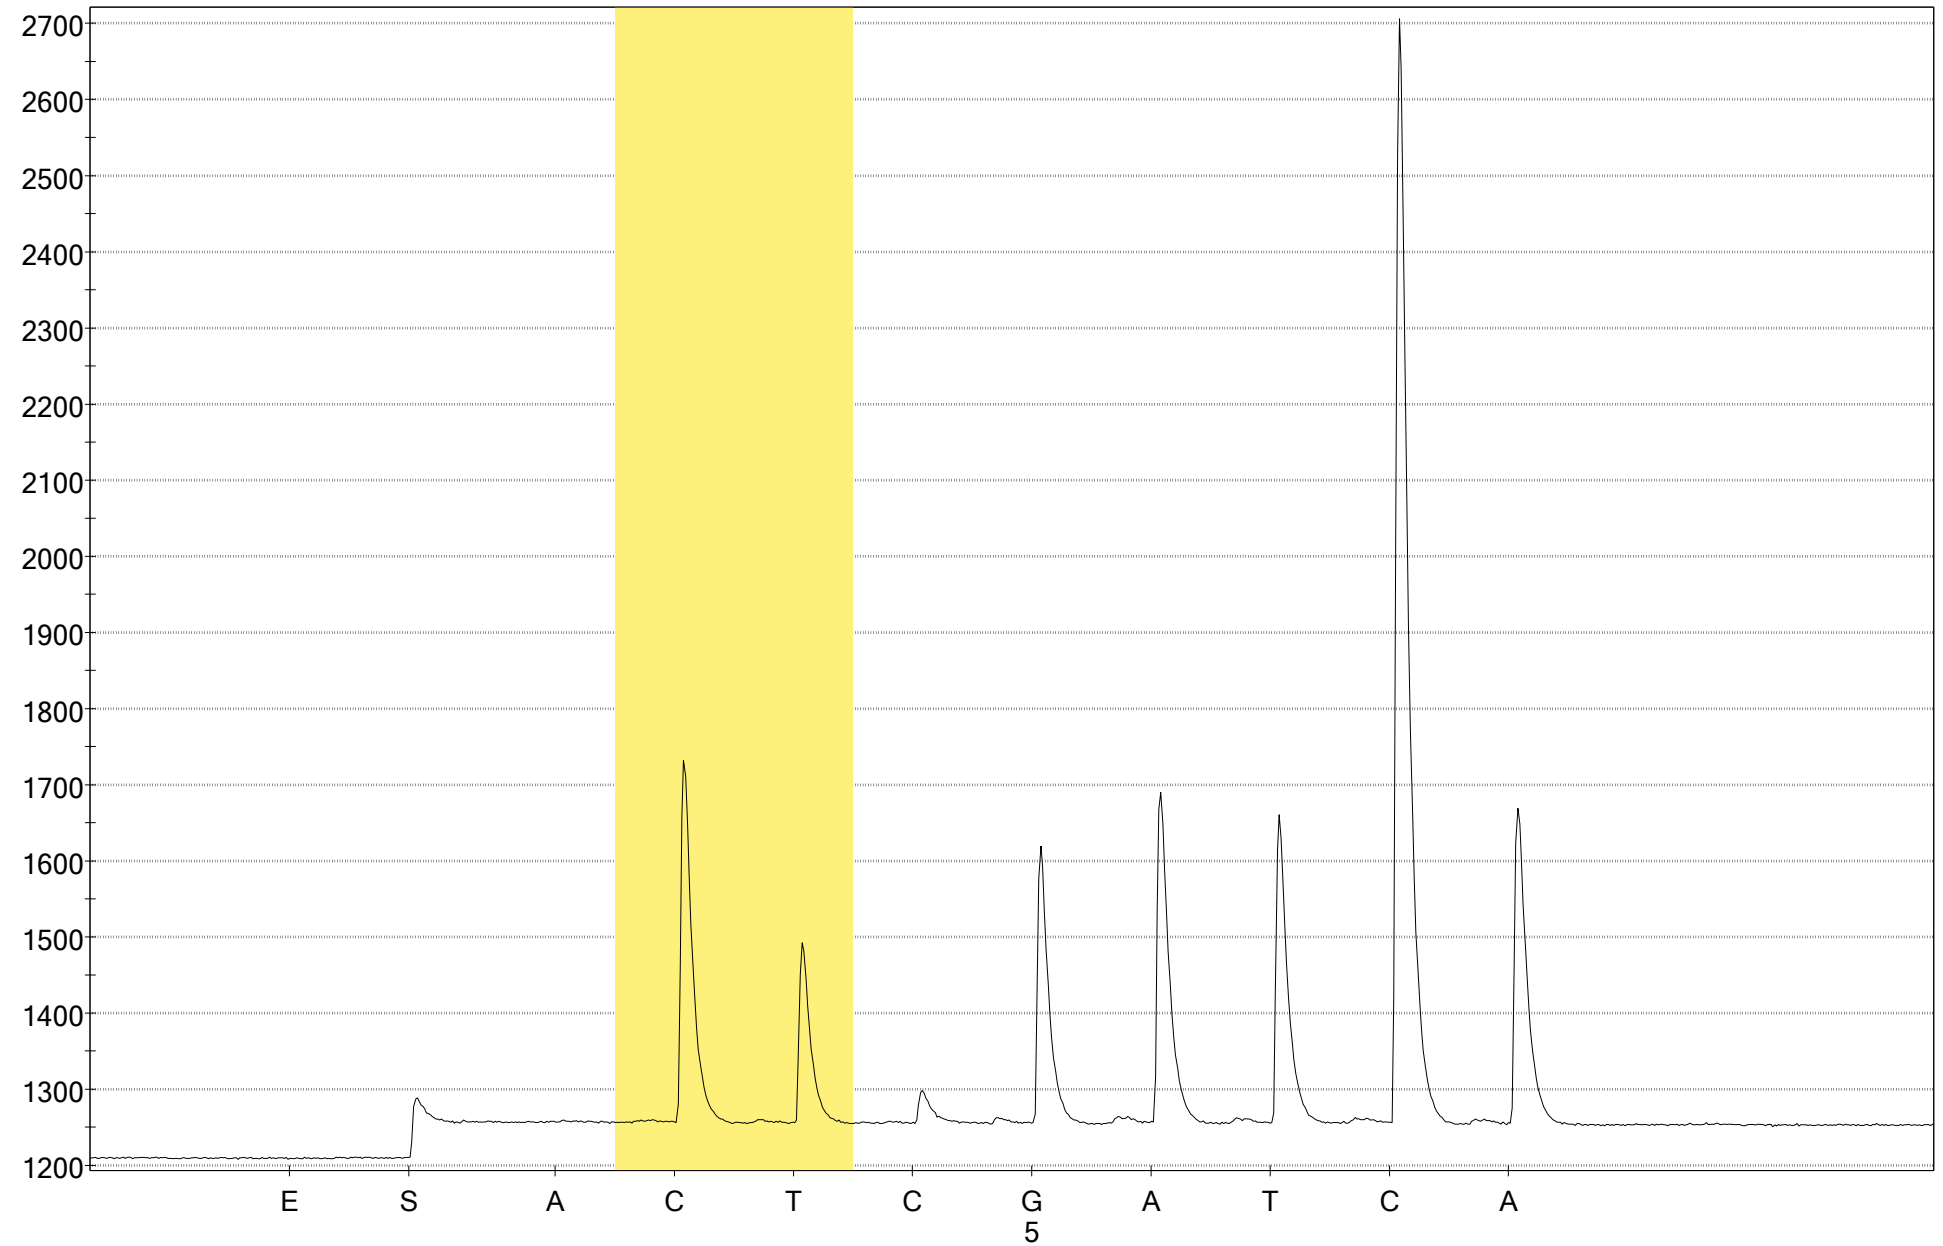

dna - Well D12  
Entry: Trak2  
2: C: 34.1% / T: 65.9%  
(Passed)

C:34.1%  
T:65.9%

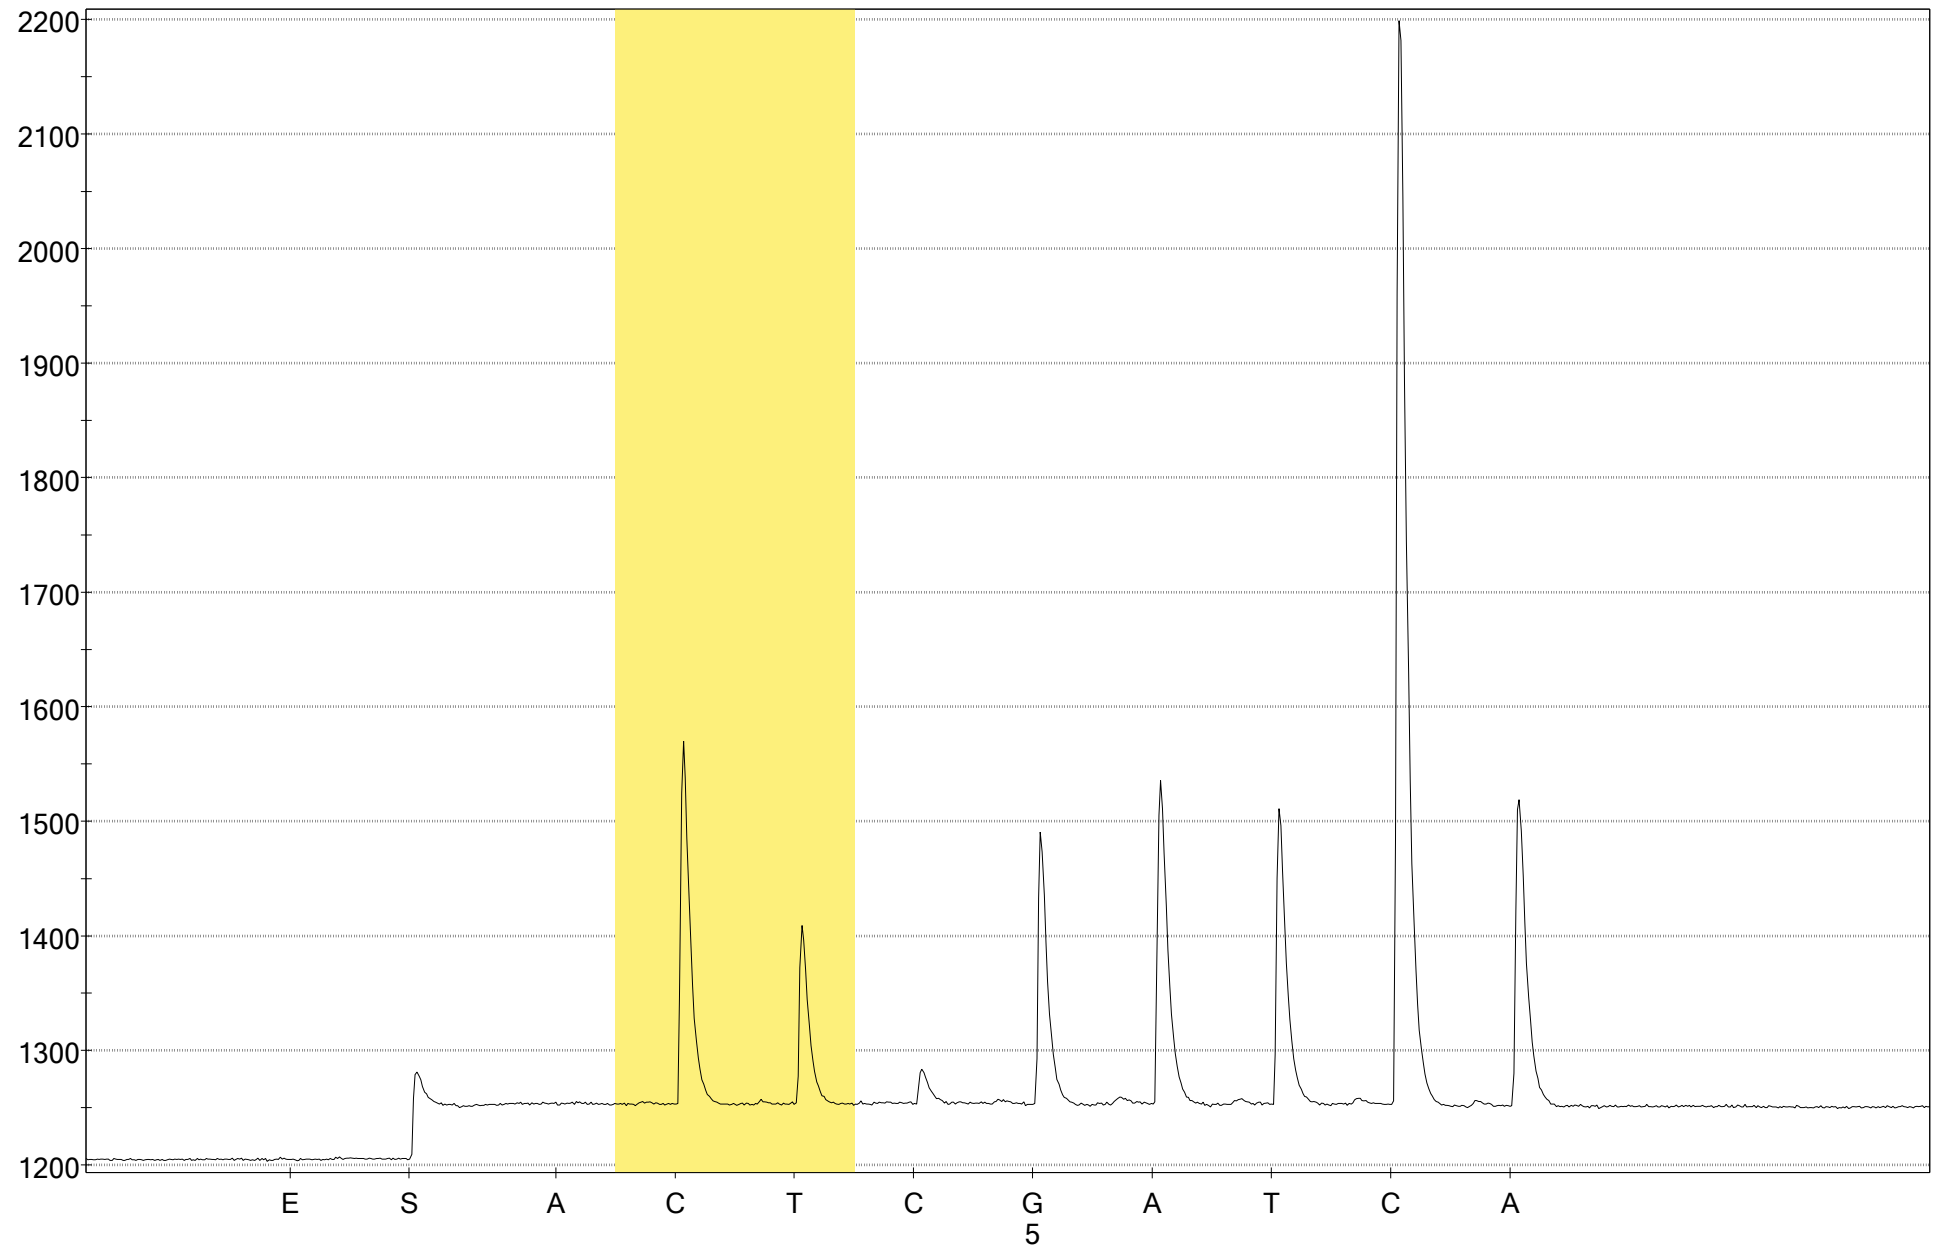

10 uL universal (141+157) - Well B2

Entry: Bmp1

1: C: 72.3% / T: 27.7%

(Passed)

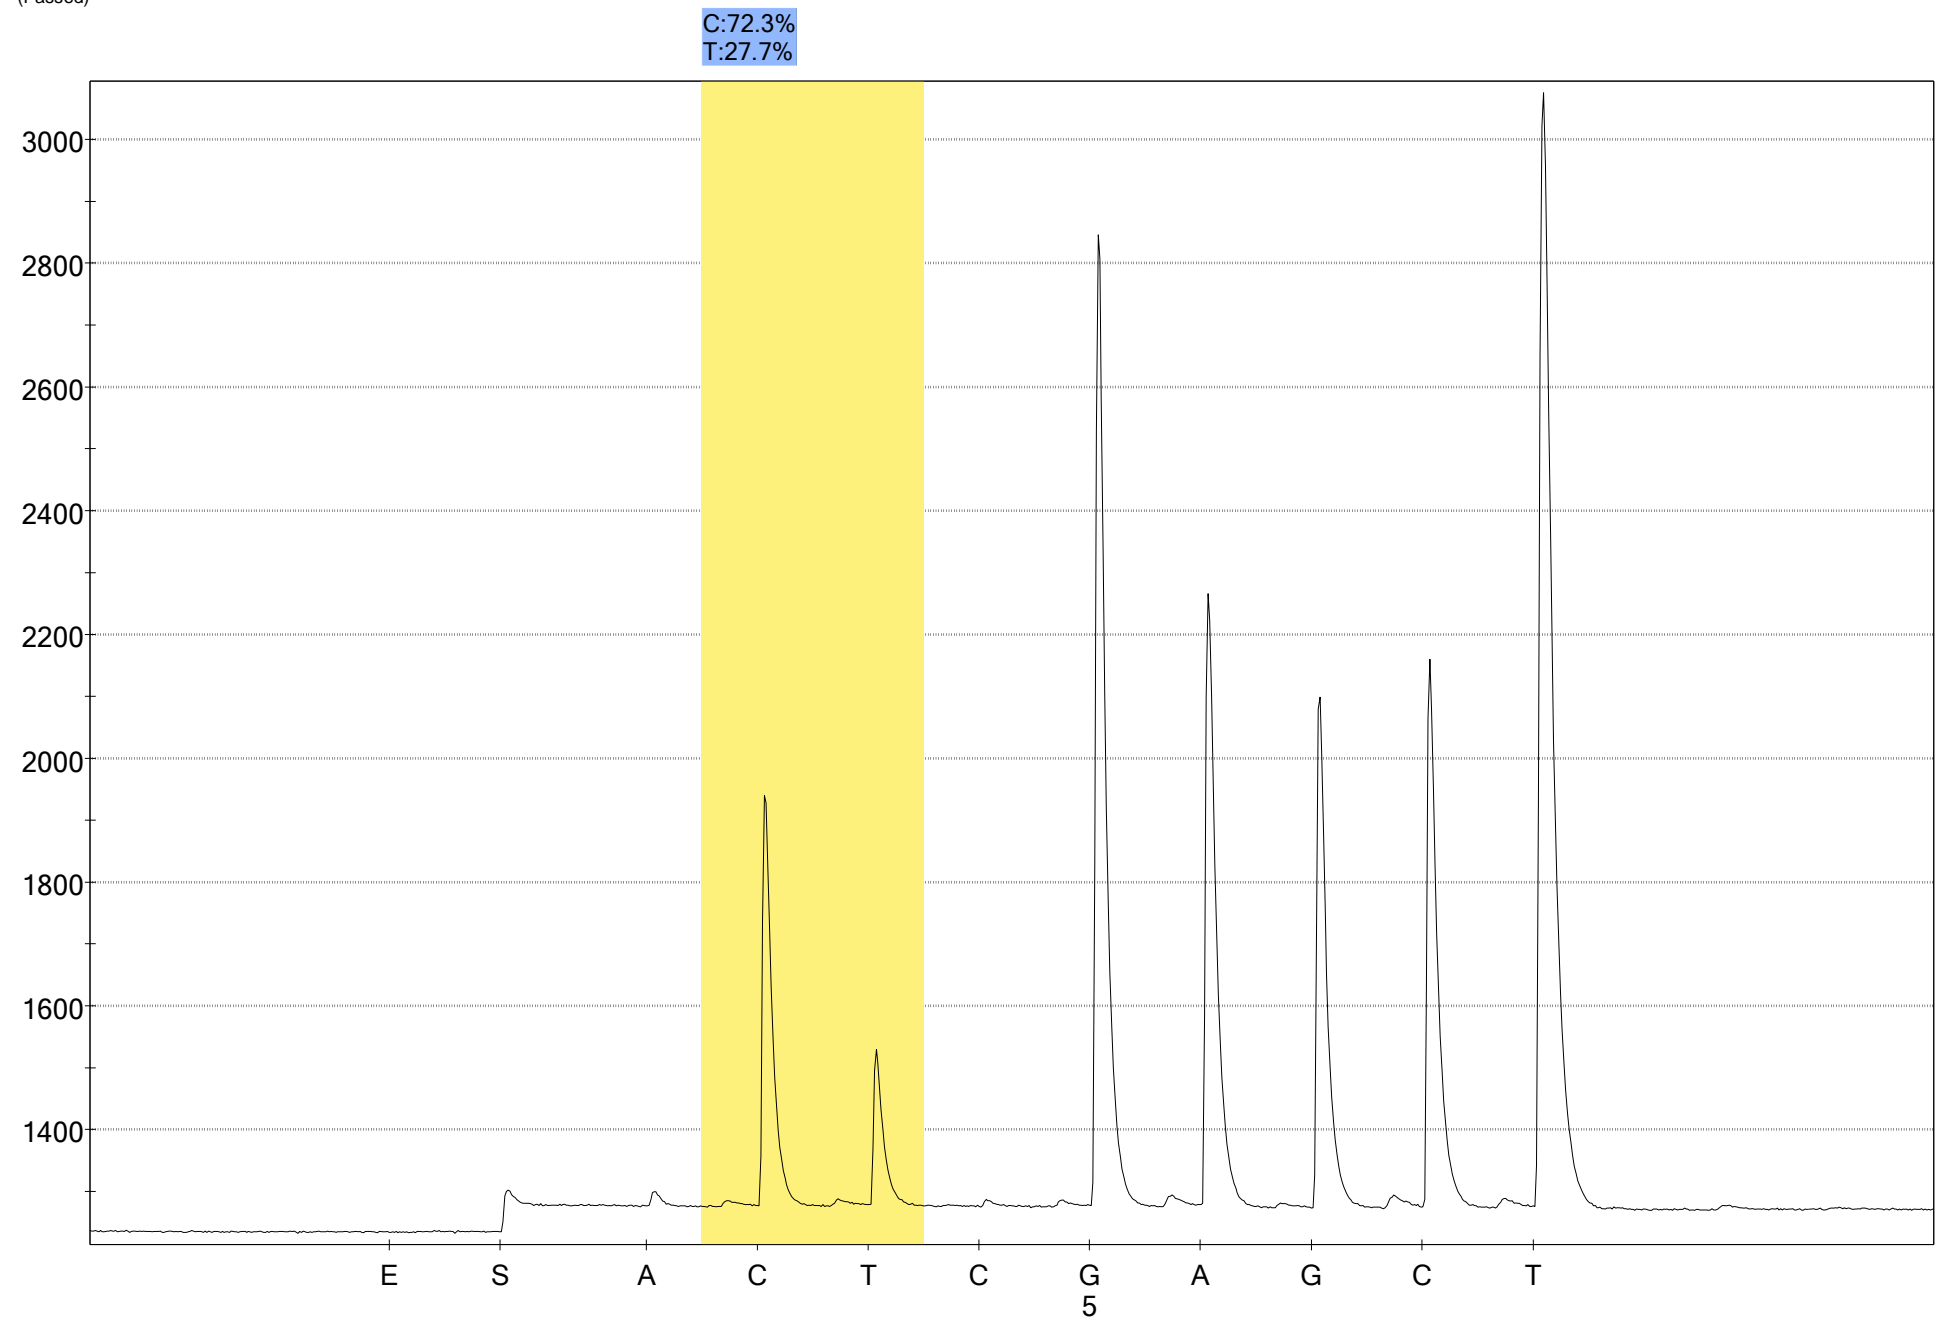

10 uL universal (141+157) - Well B8

Entry: Bmp1

1: C: 76.5% / T: 23.5%

(Passed)

C:76.5%  
T:23.5%

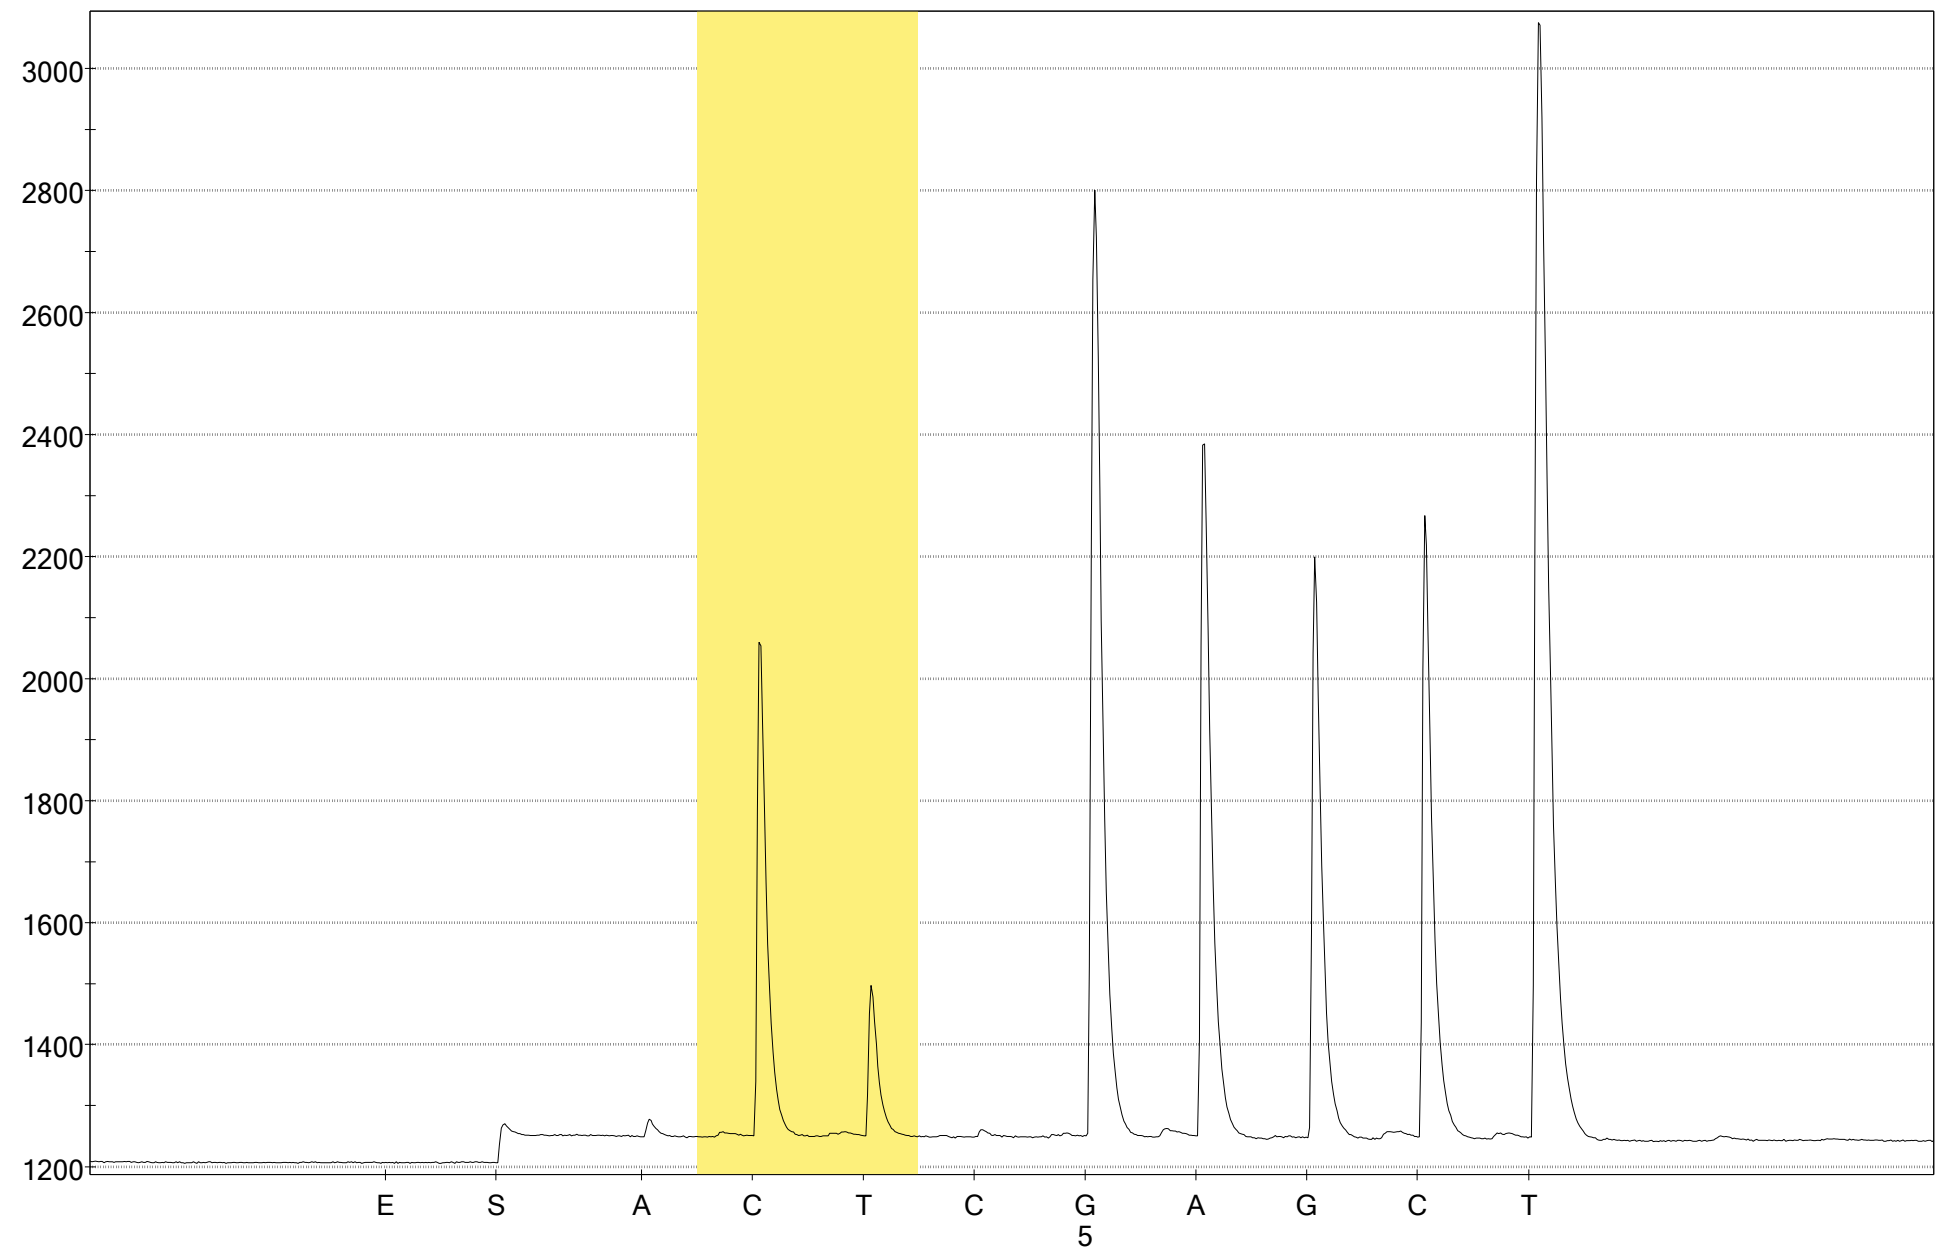

145 - Well B2  
Entry: Bmp1  
1: C: 73.8% / T: 26.2%  
(Passed)

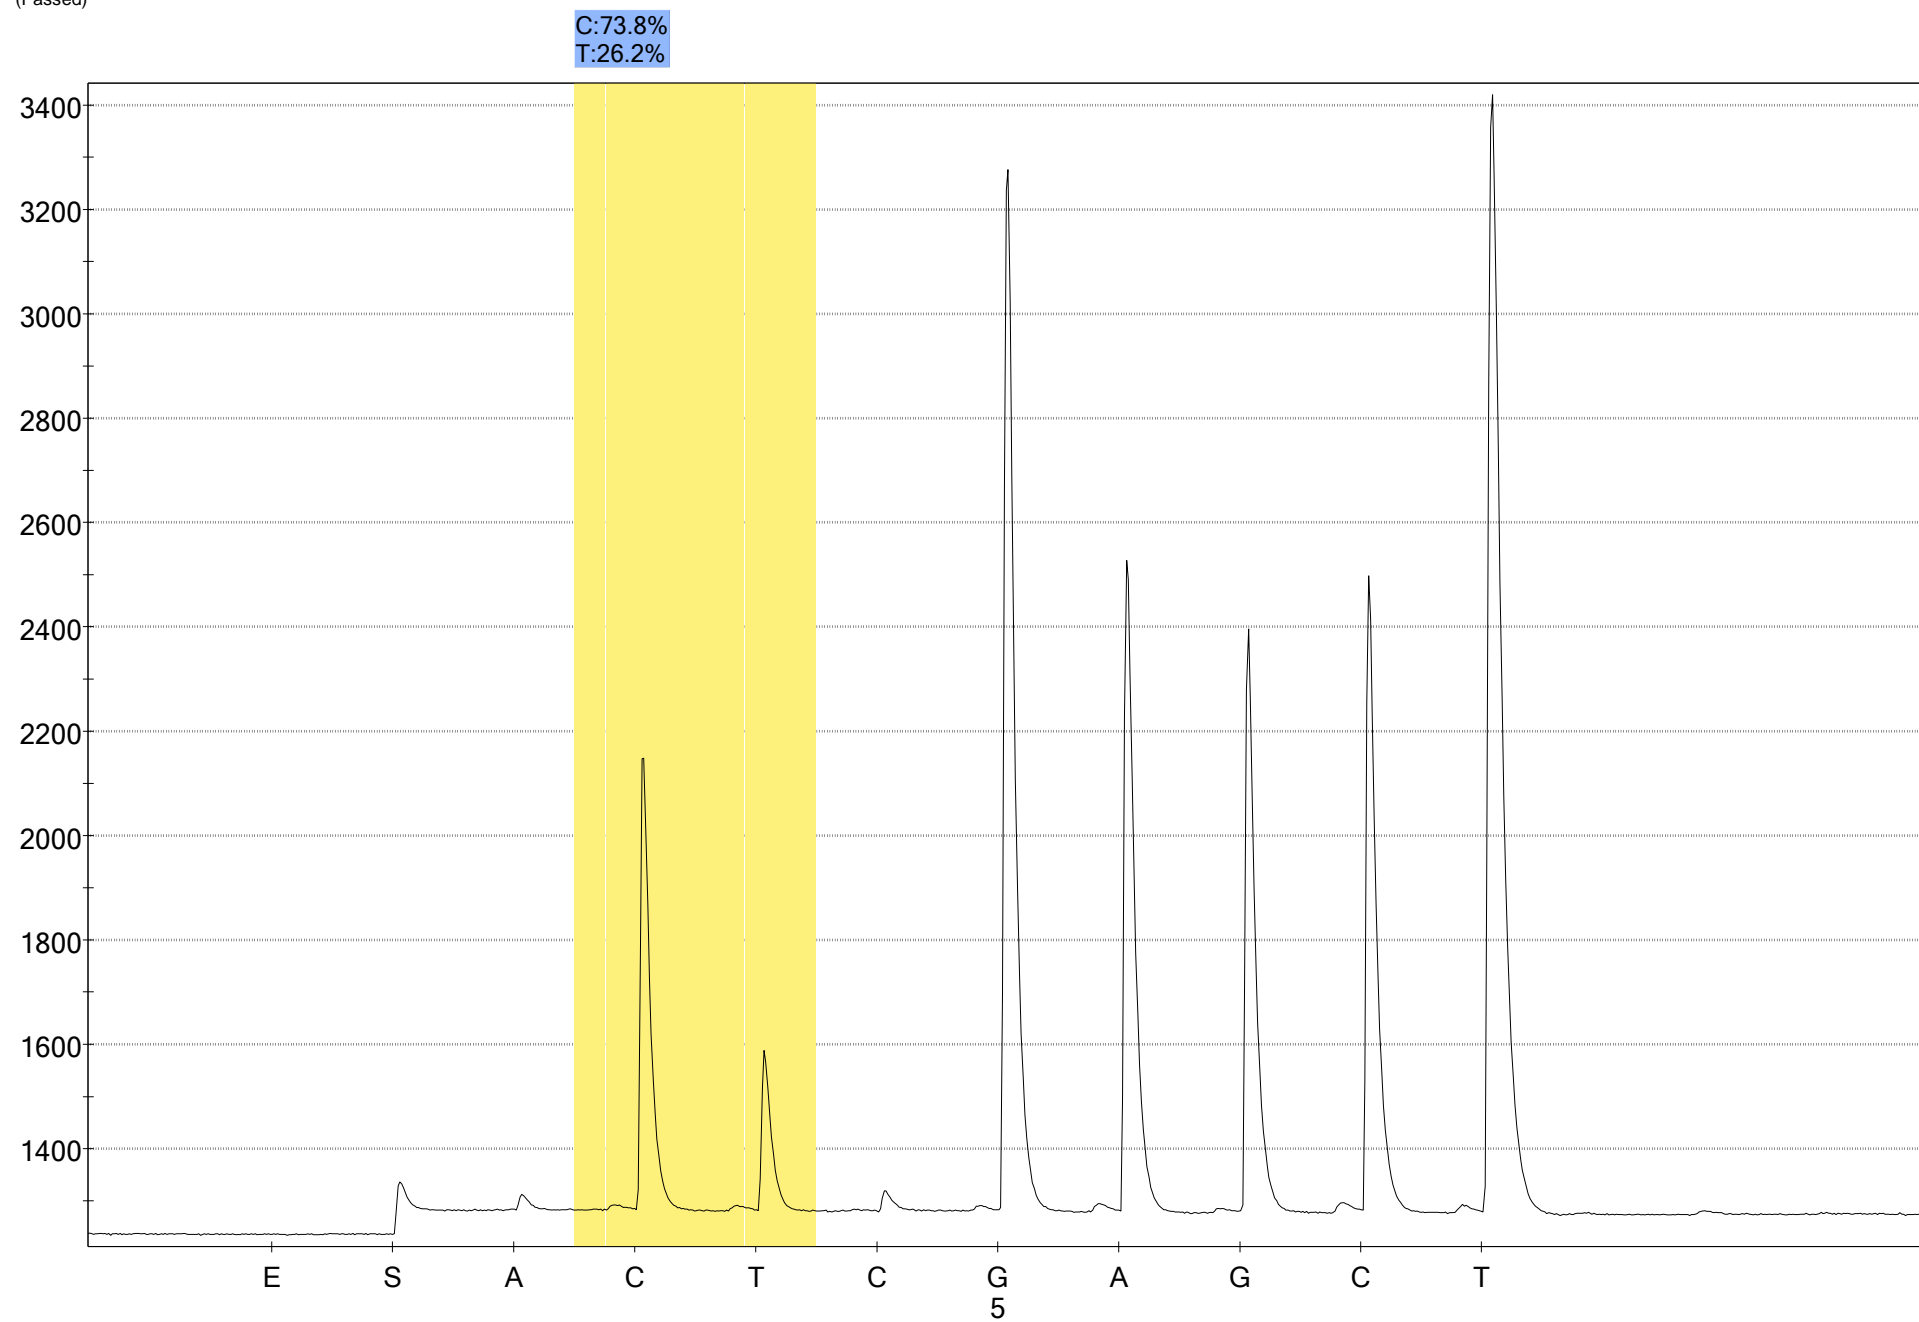

dna - Well B2  
Entry: Bmp1  
1: C: 79.6% / T: 20.4%  
(Passed)

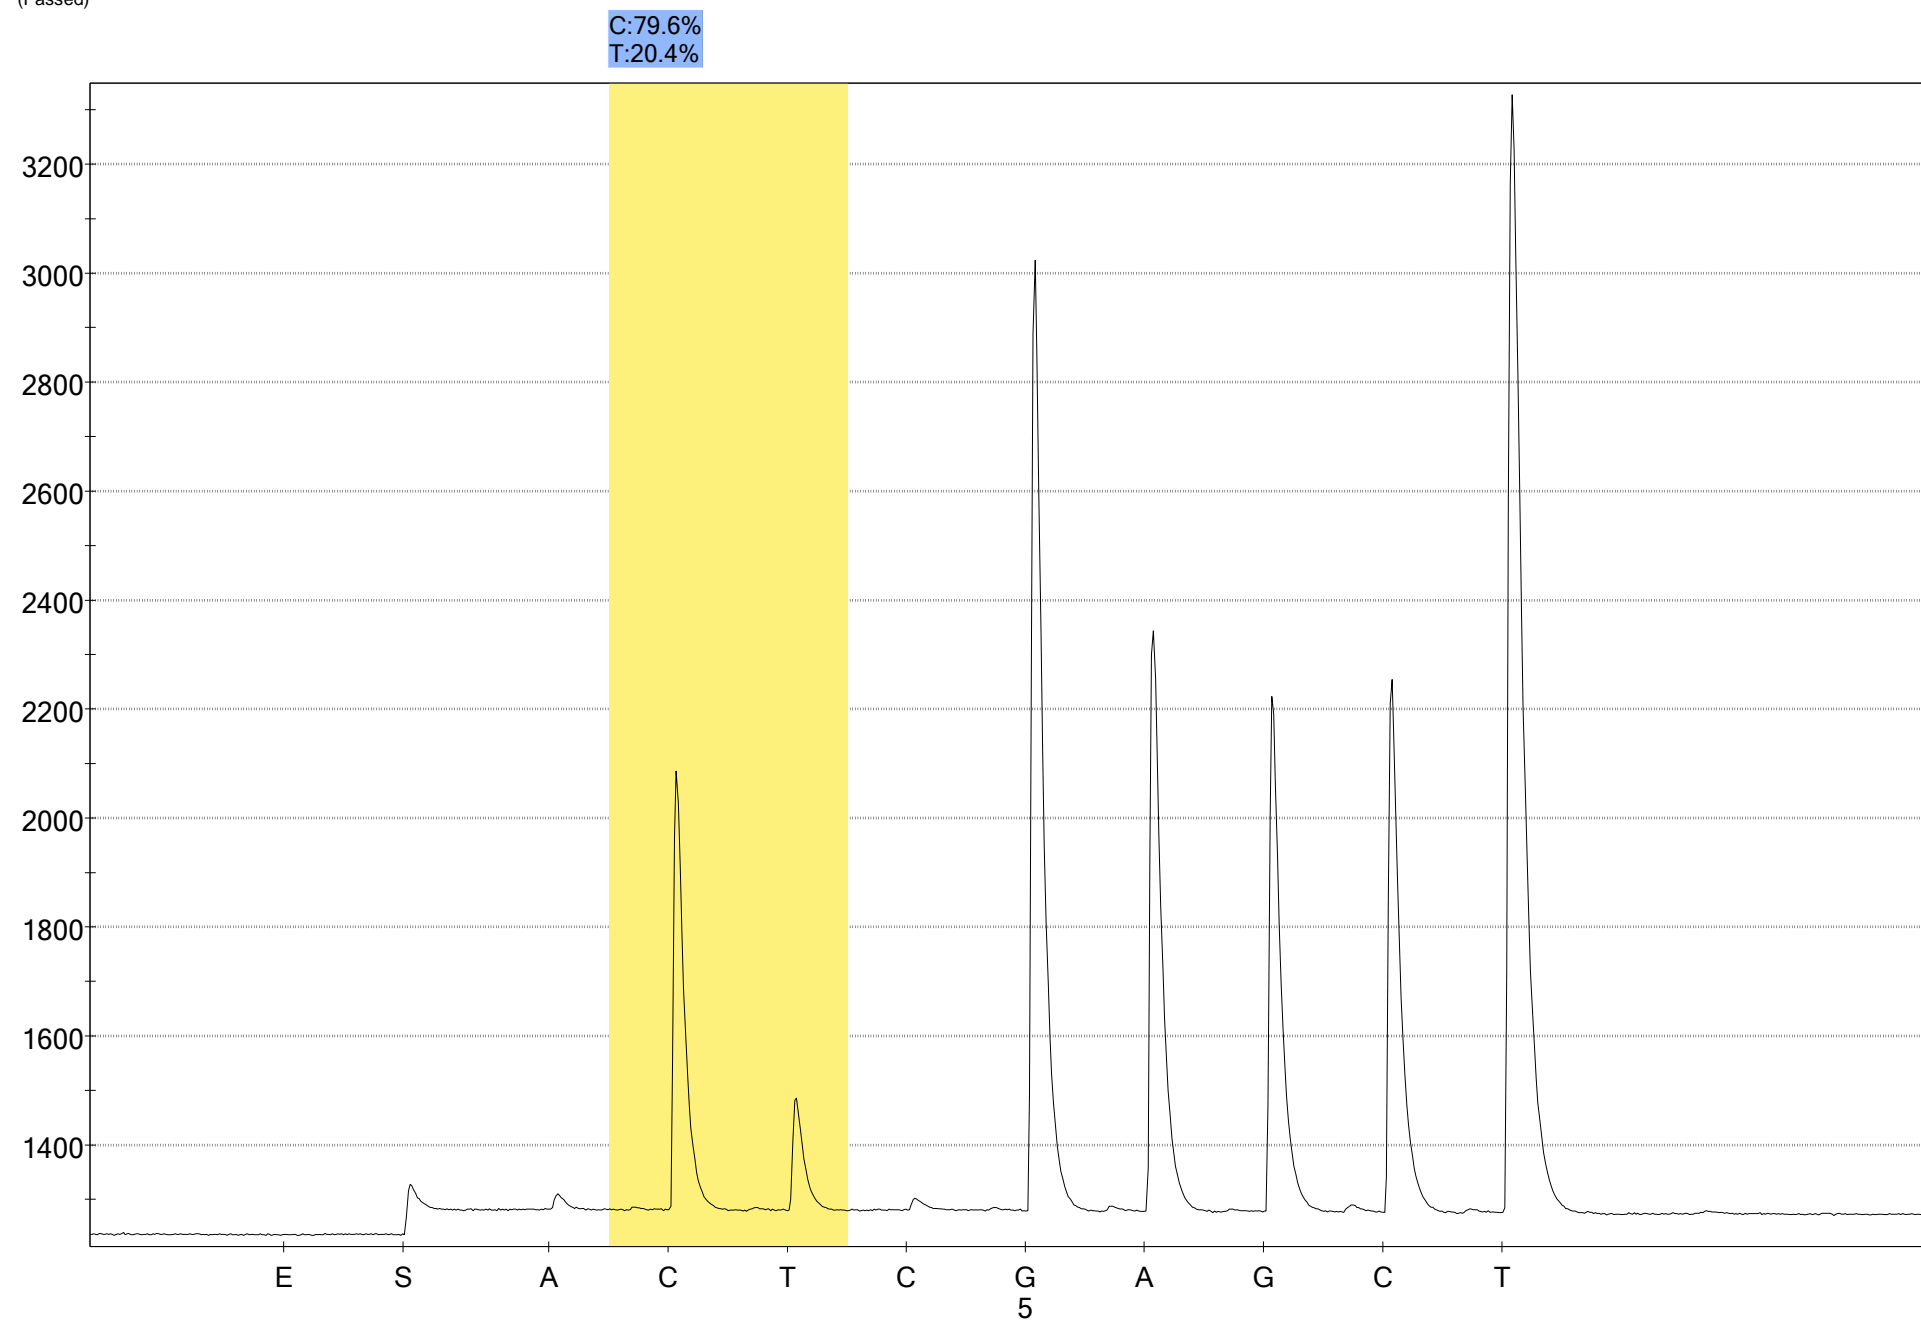

dna - Well B8  
Entry: Bmp1  
1: C: 82.2% / T: 17.8%  
(Passed)

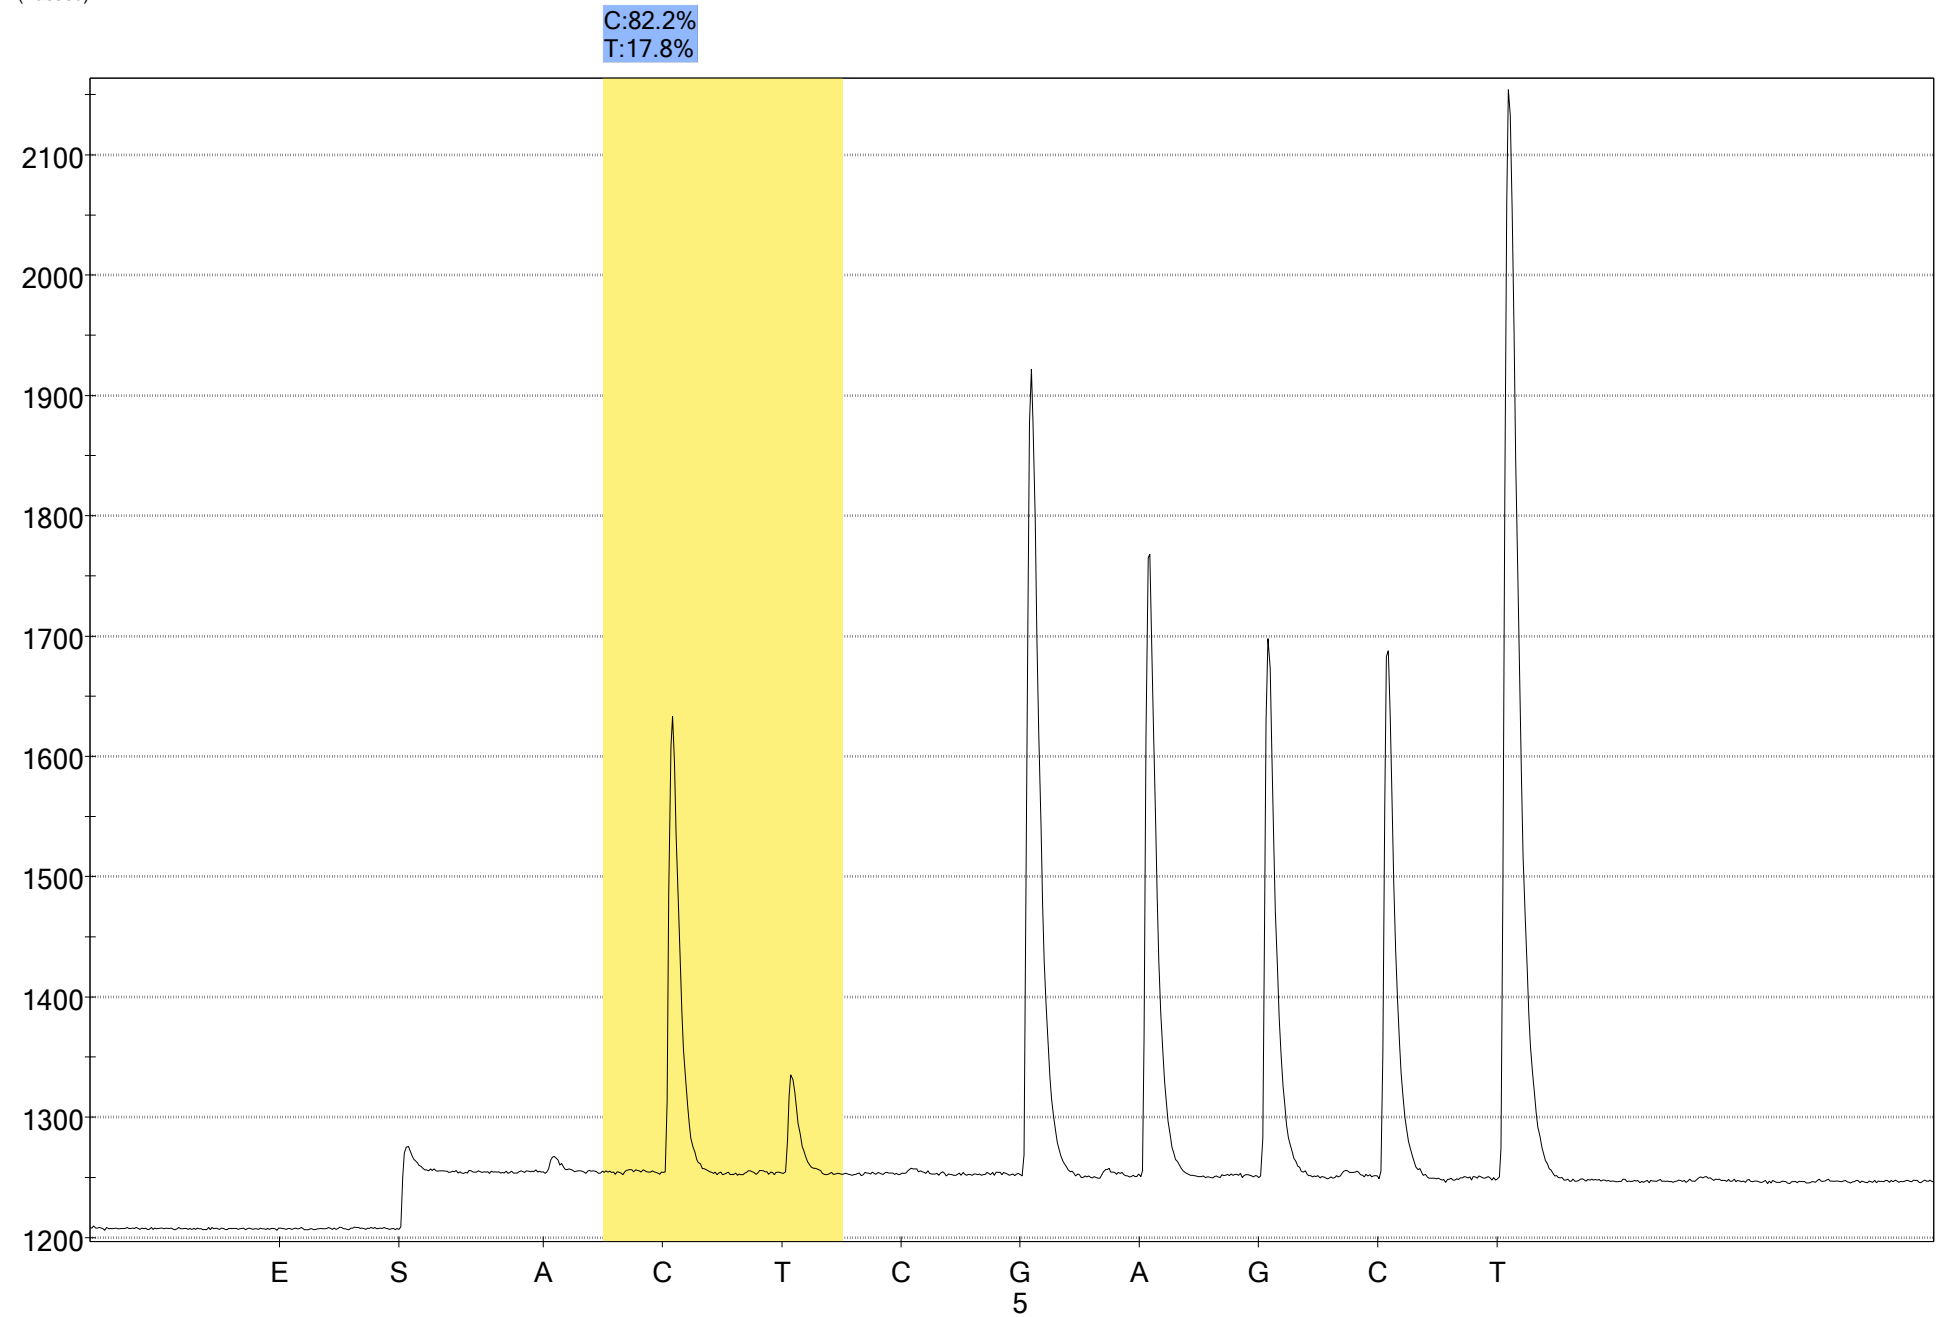

10 uL universal (141+157) - Well F5  
Entry: Pld4  
4: A: 51.4% / G: 48.6%  
(Passed)

A:51.4%  
G:48.6%

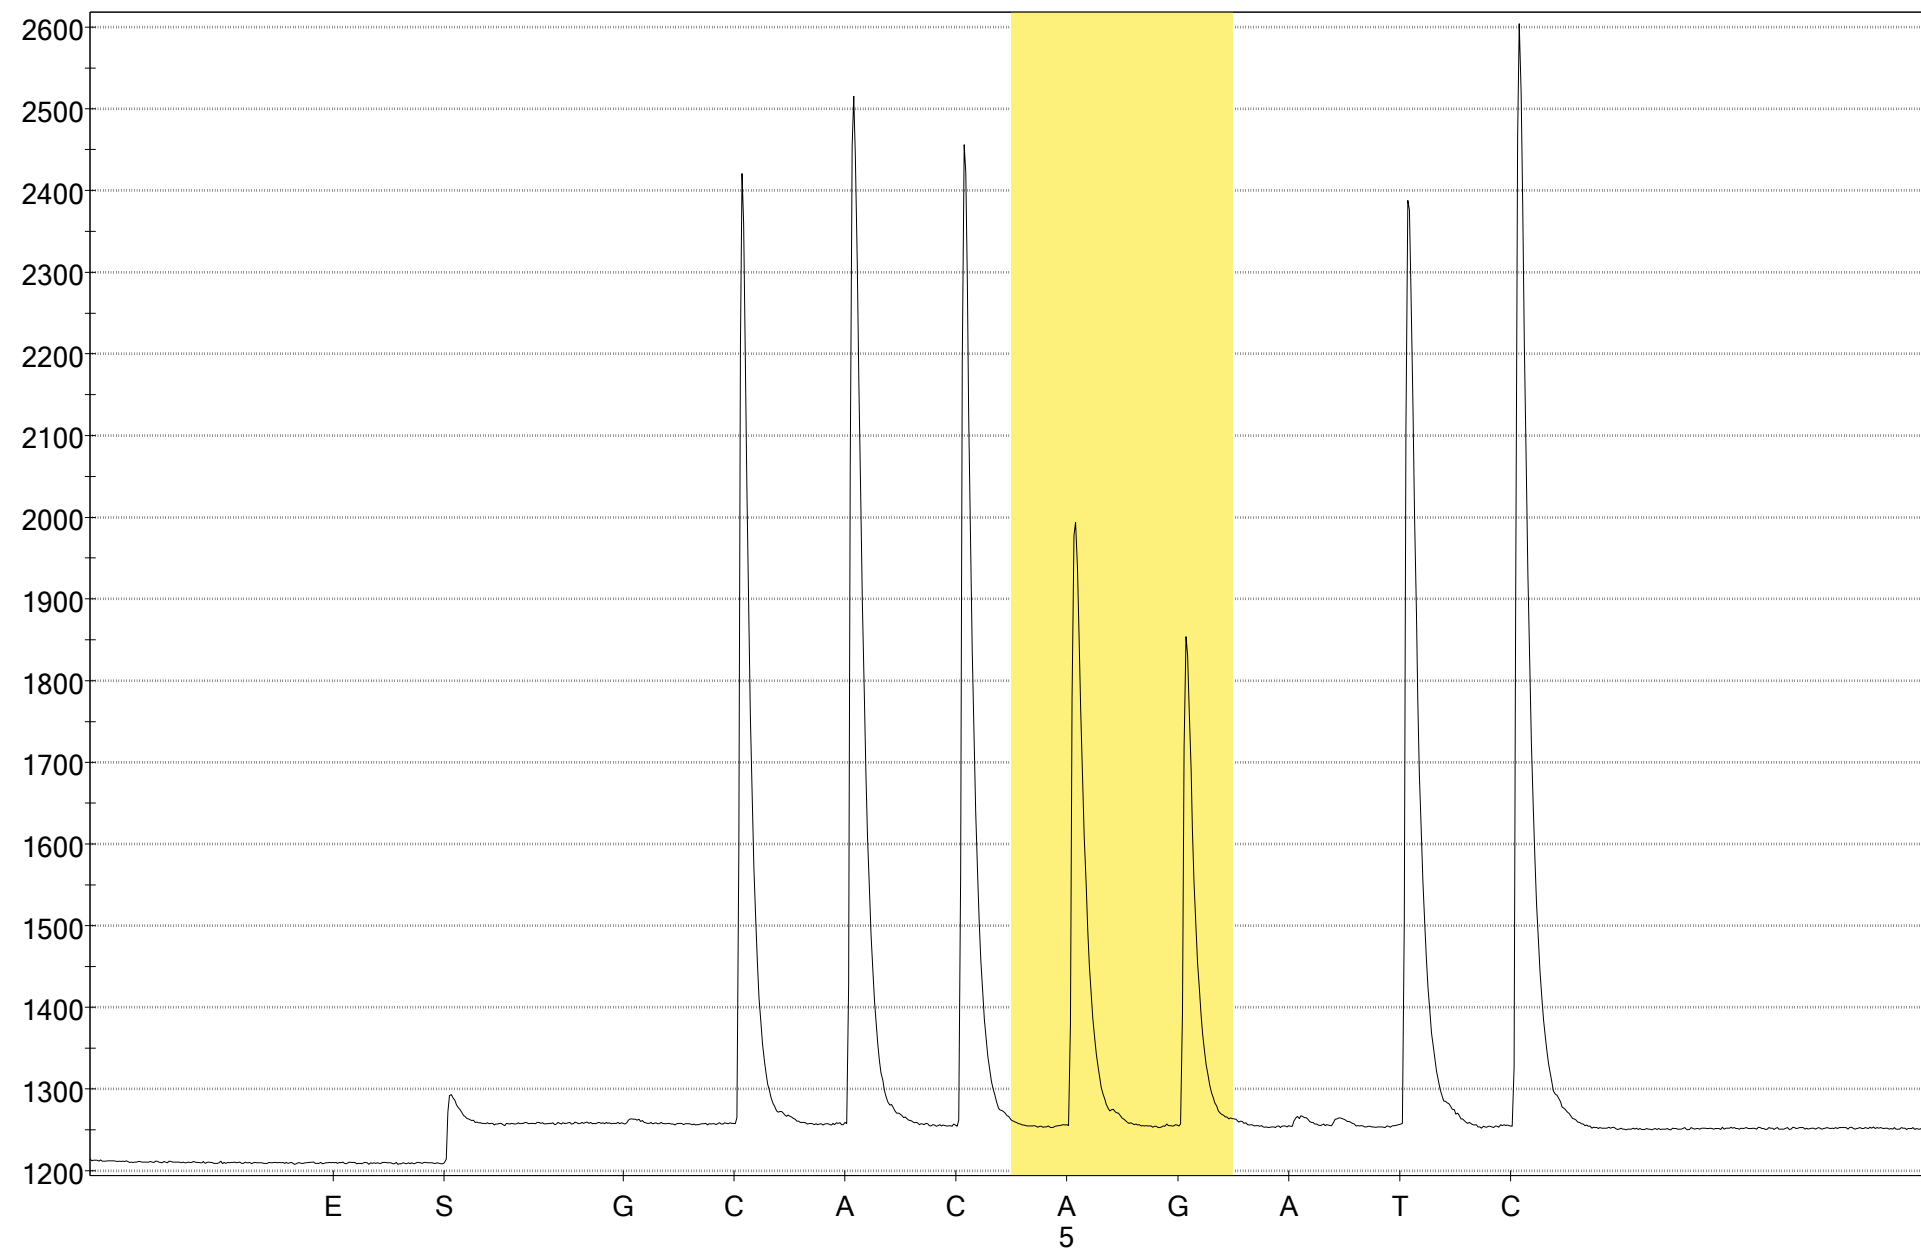

10 uL universal (141+157) - Well F11

Entry: Pld4

4: A: 51.5% / G: 48.5%

(Passed)

A:51.5%  
G:48.5%

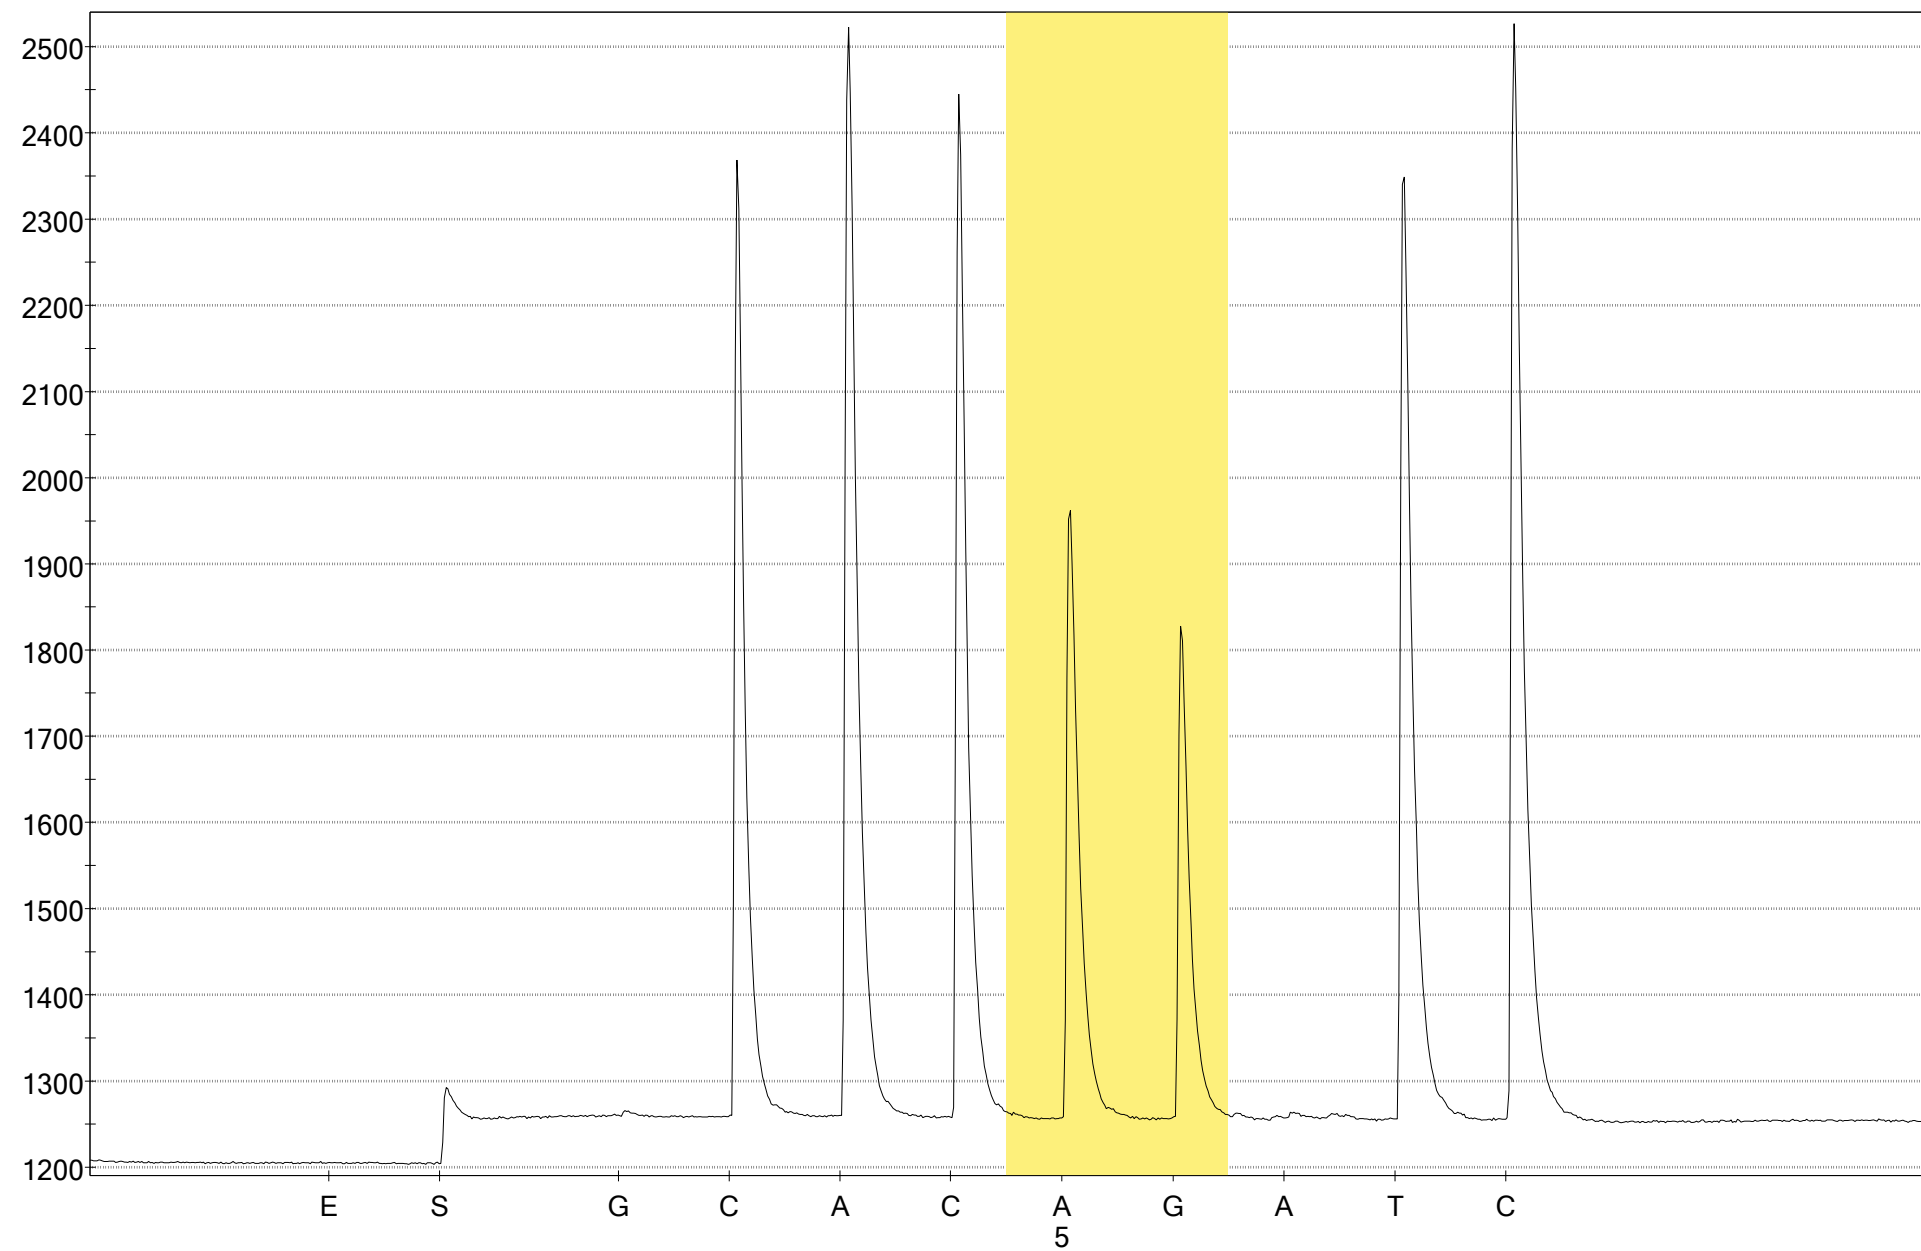

145 - Well F5  
Entry: Pld4  
4: A: 62.3% / G: 37.7%  
(Passed)

A:62.3%  
G:37.7%

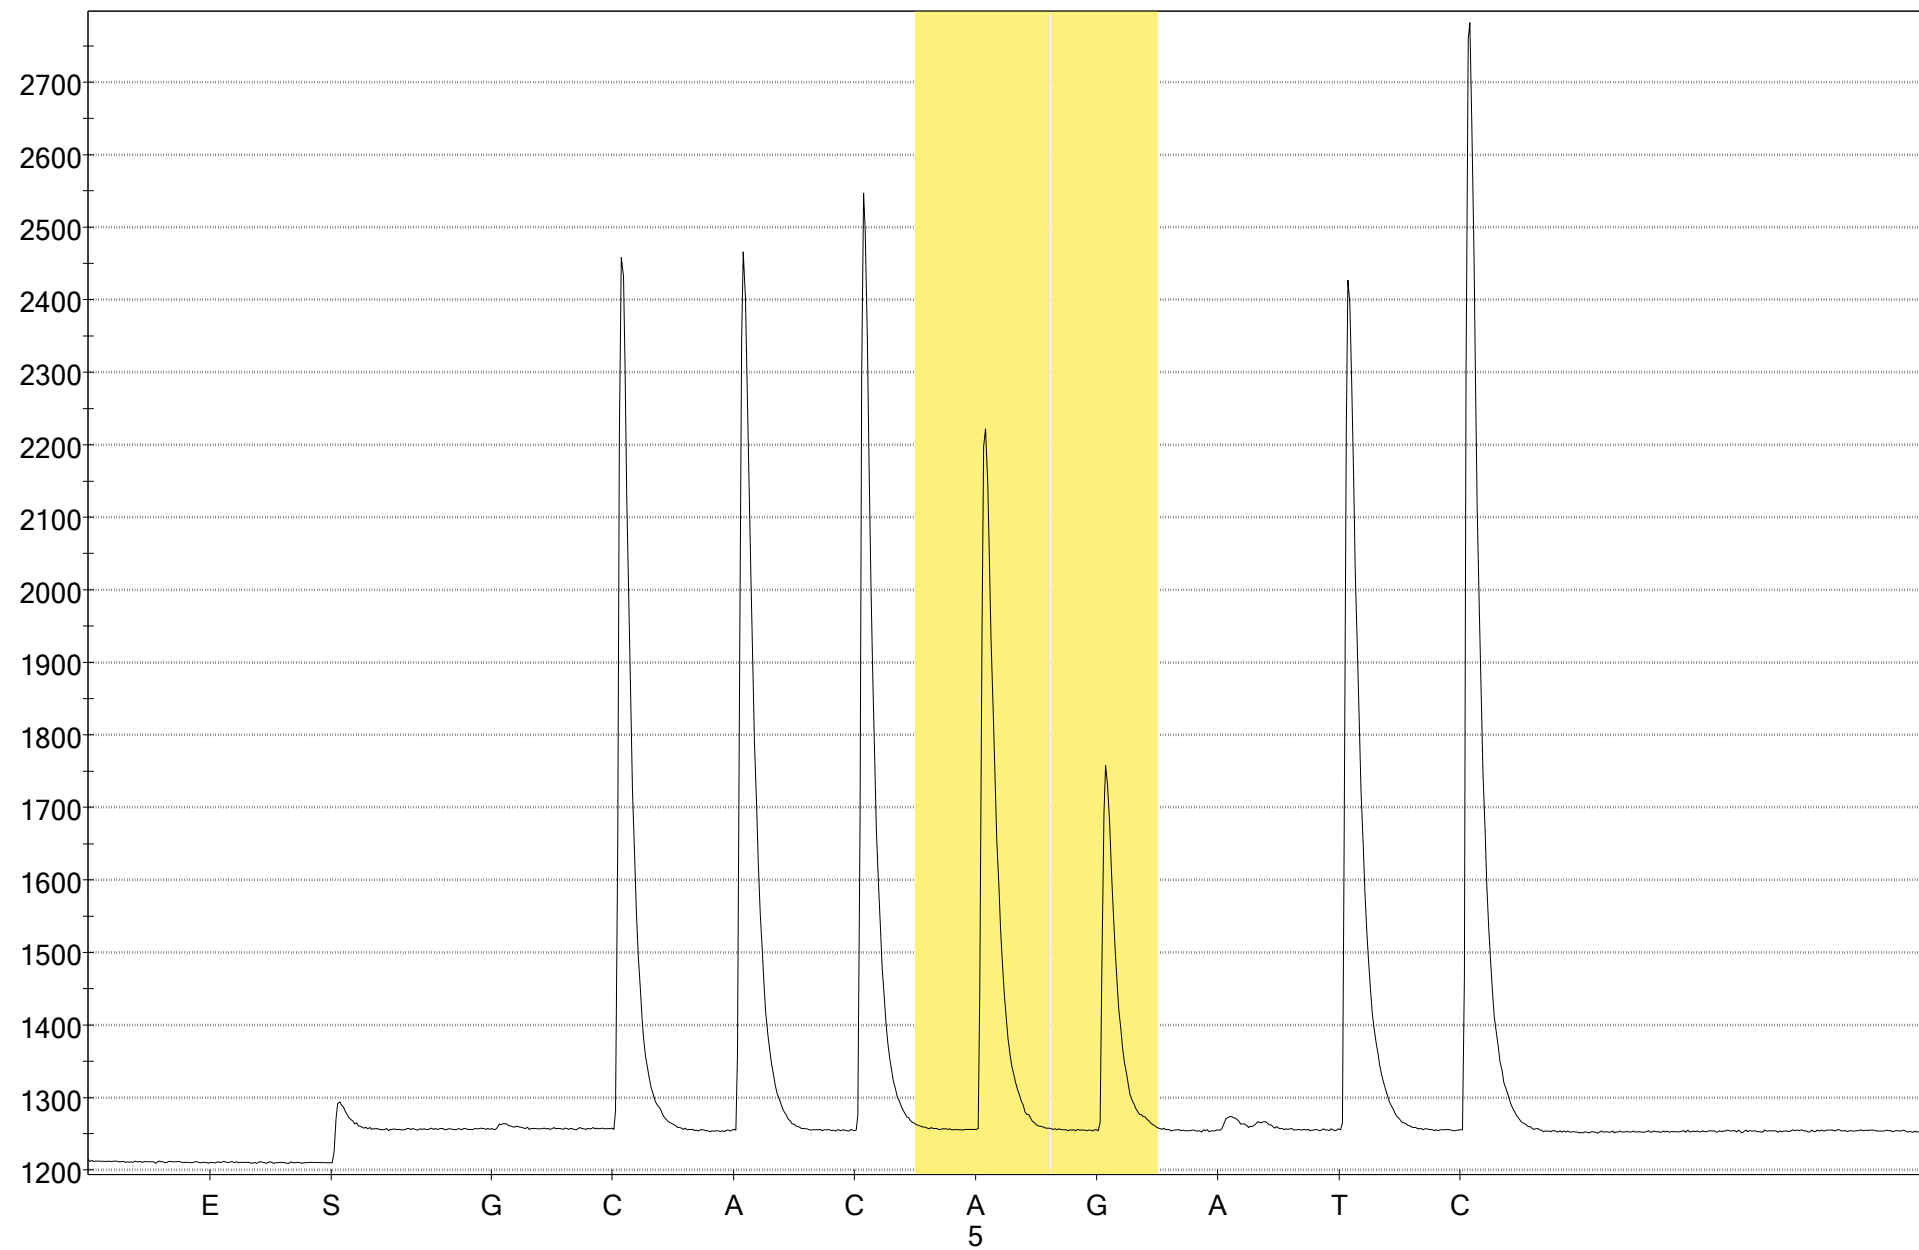

dna - Well F5  
Entry: Pld4  
4: A: 57.9% / G: 42.1%  
(Passed)

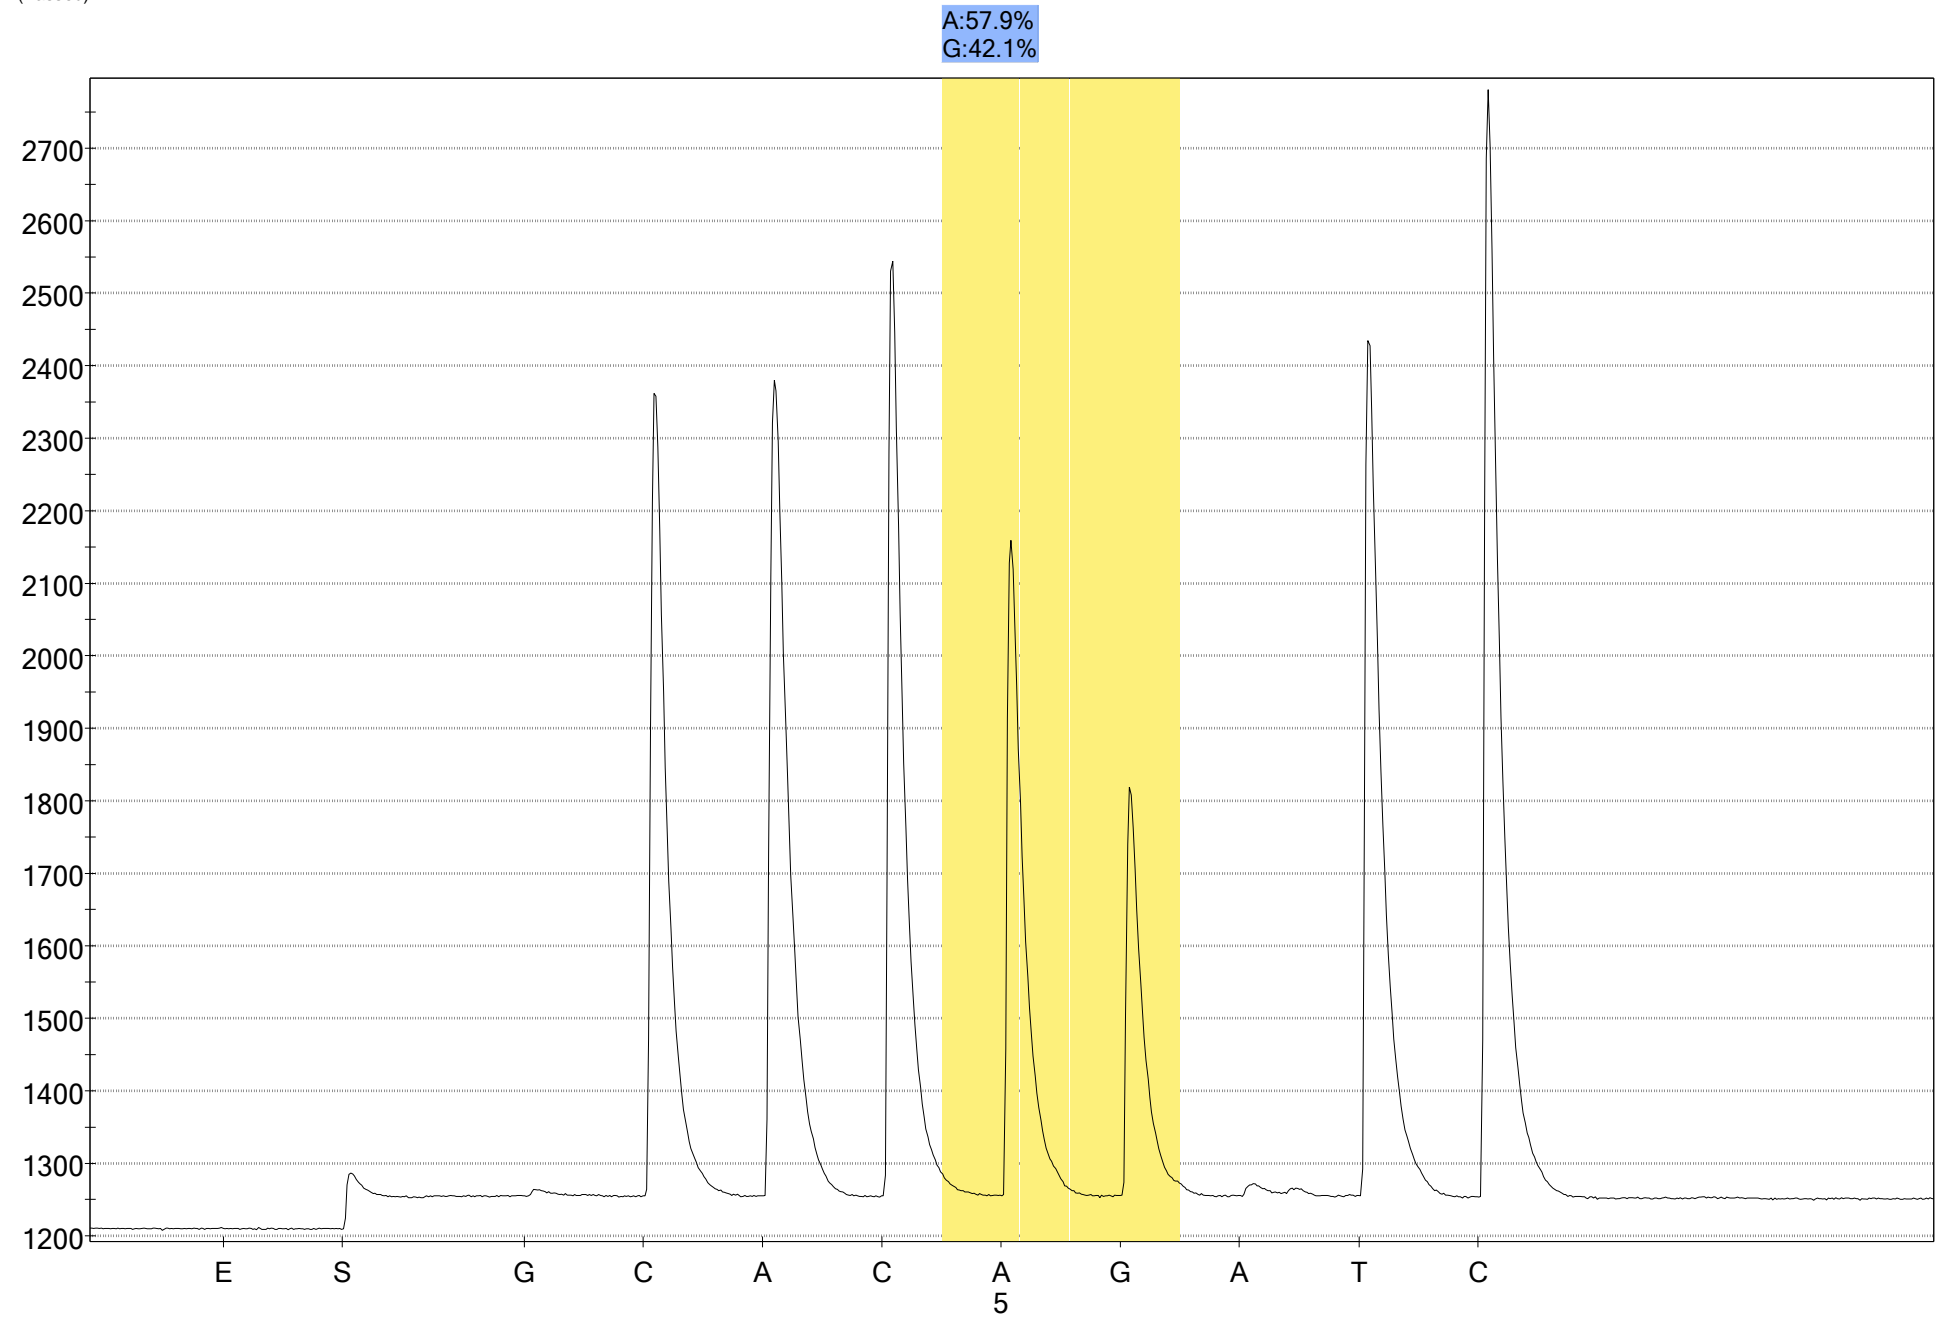

dna - Well F11  
Entry: Pld4  
4: A: 58.4% / G: 41.6%  
(Passed)

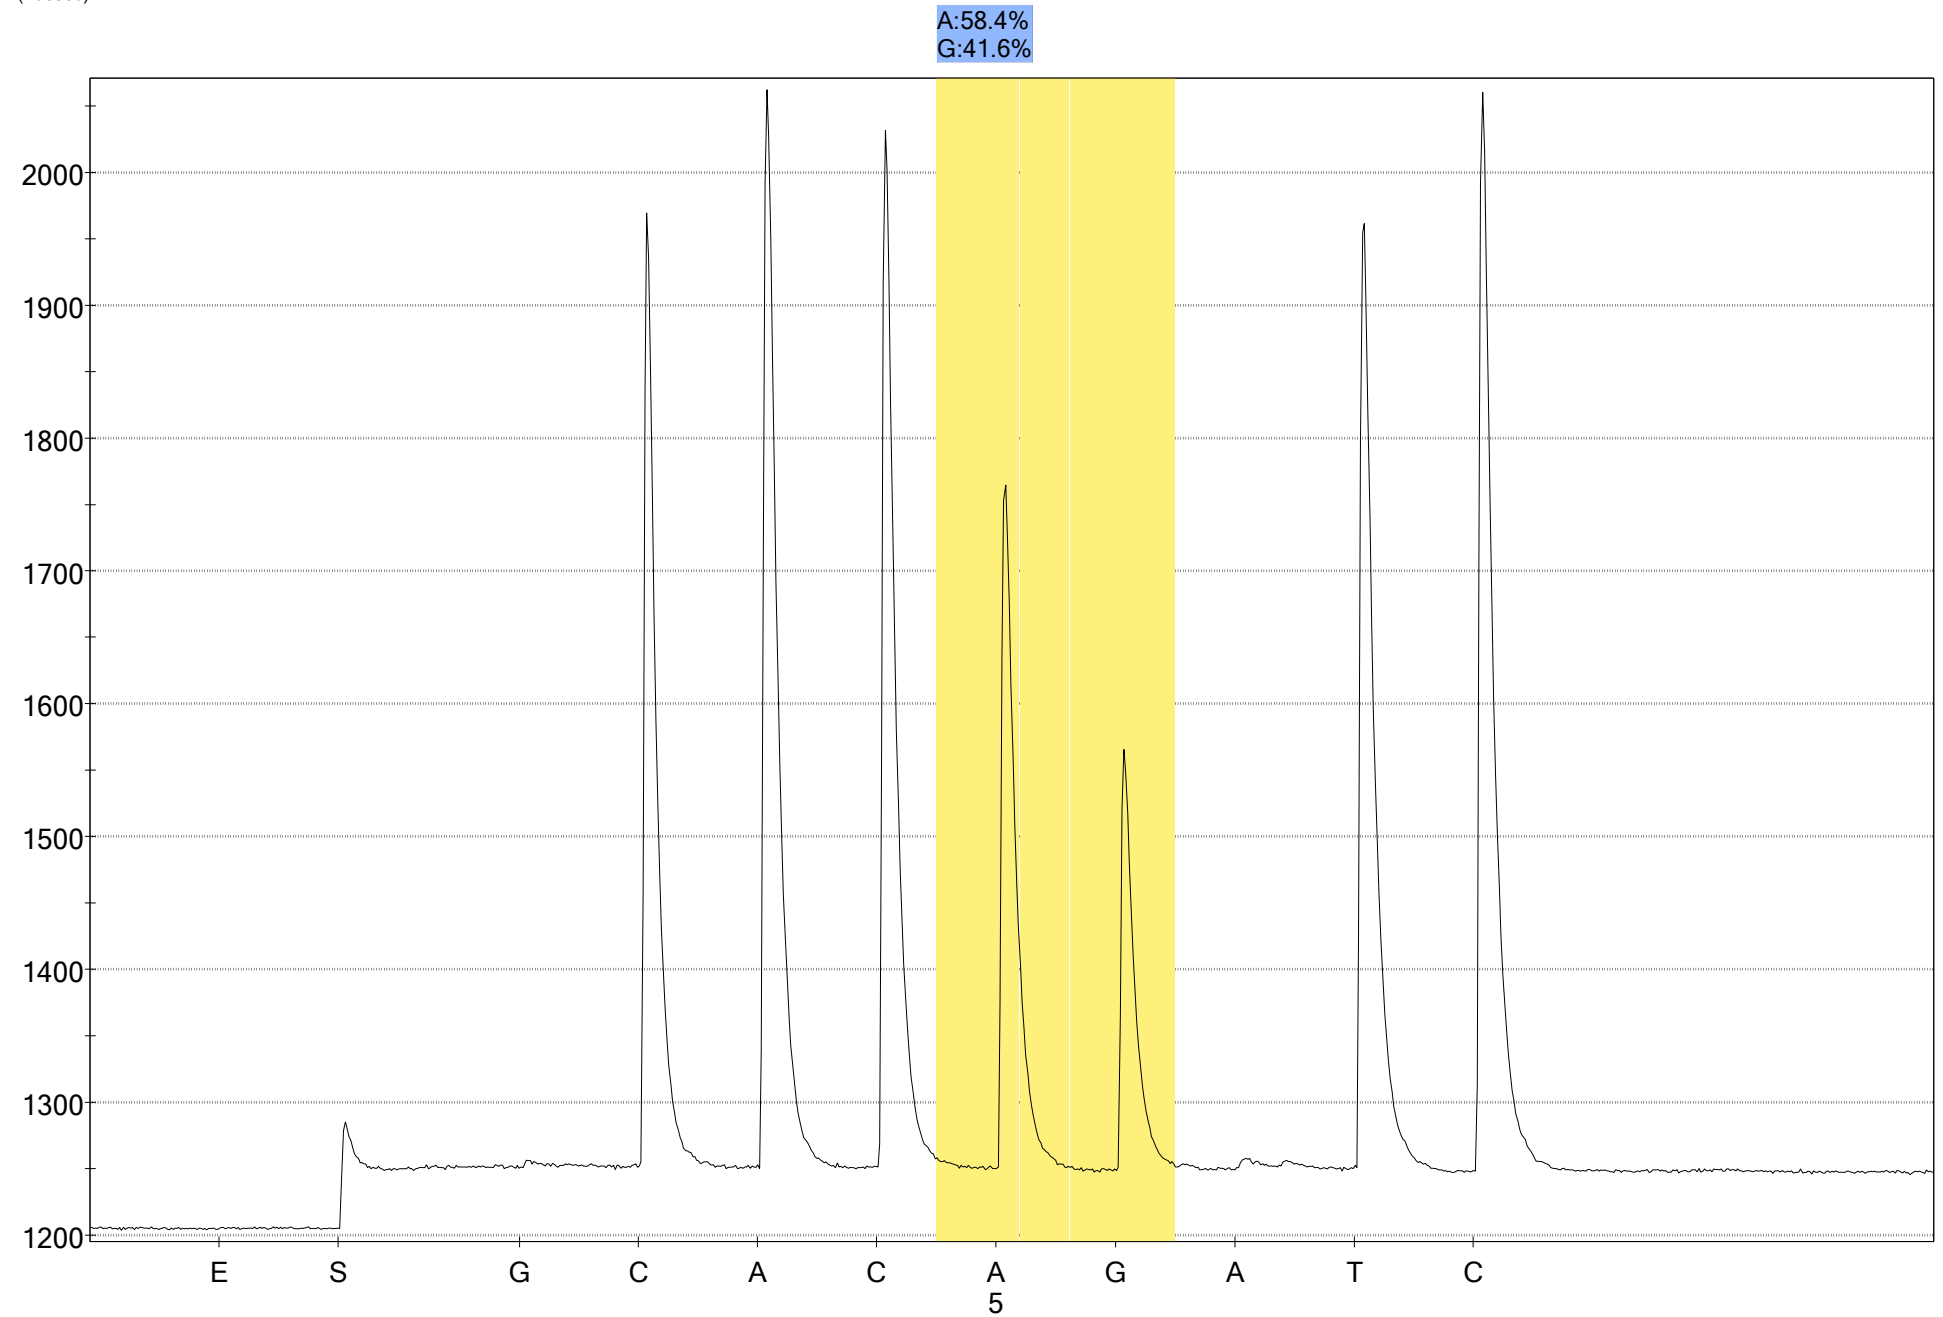

10 uL universal (141+157) - Well A3

Entry: Cplx2

2: C: 49.8% / T: 50.2%

(Passed)

C:49.8%  
T:50.2%

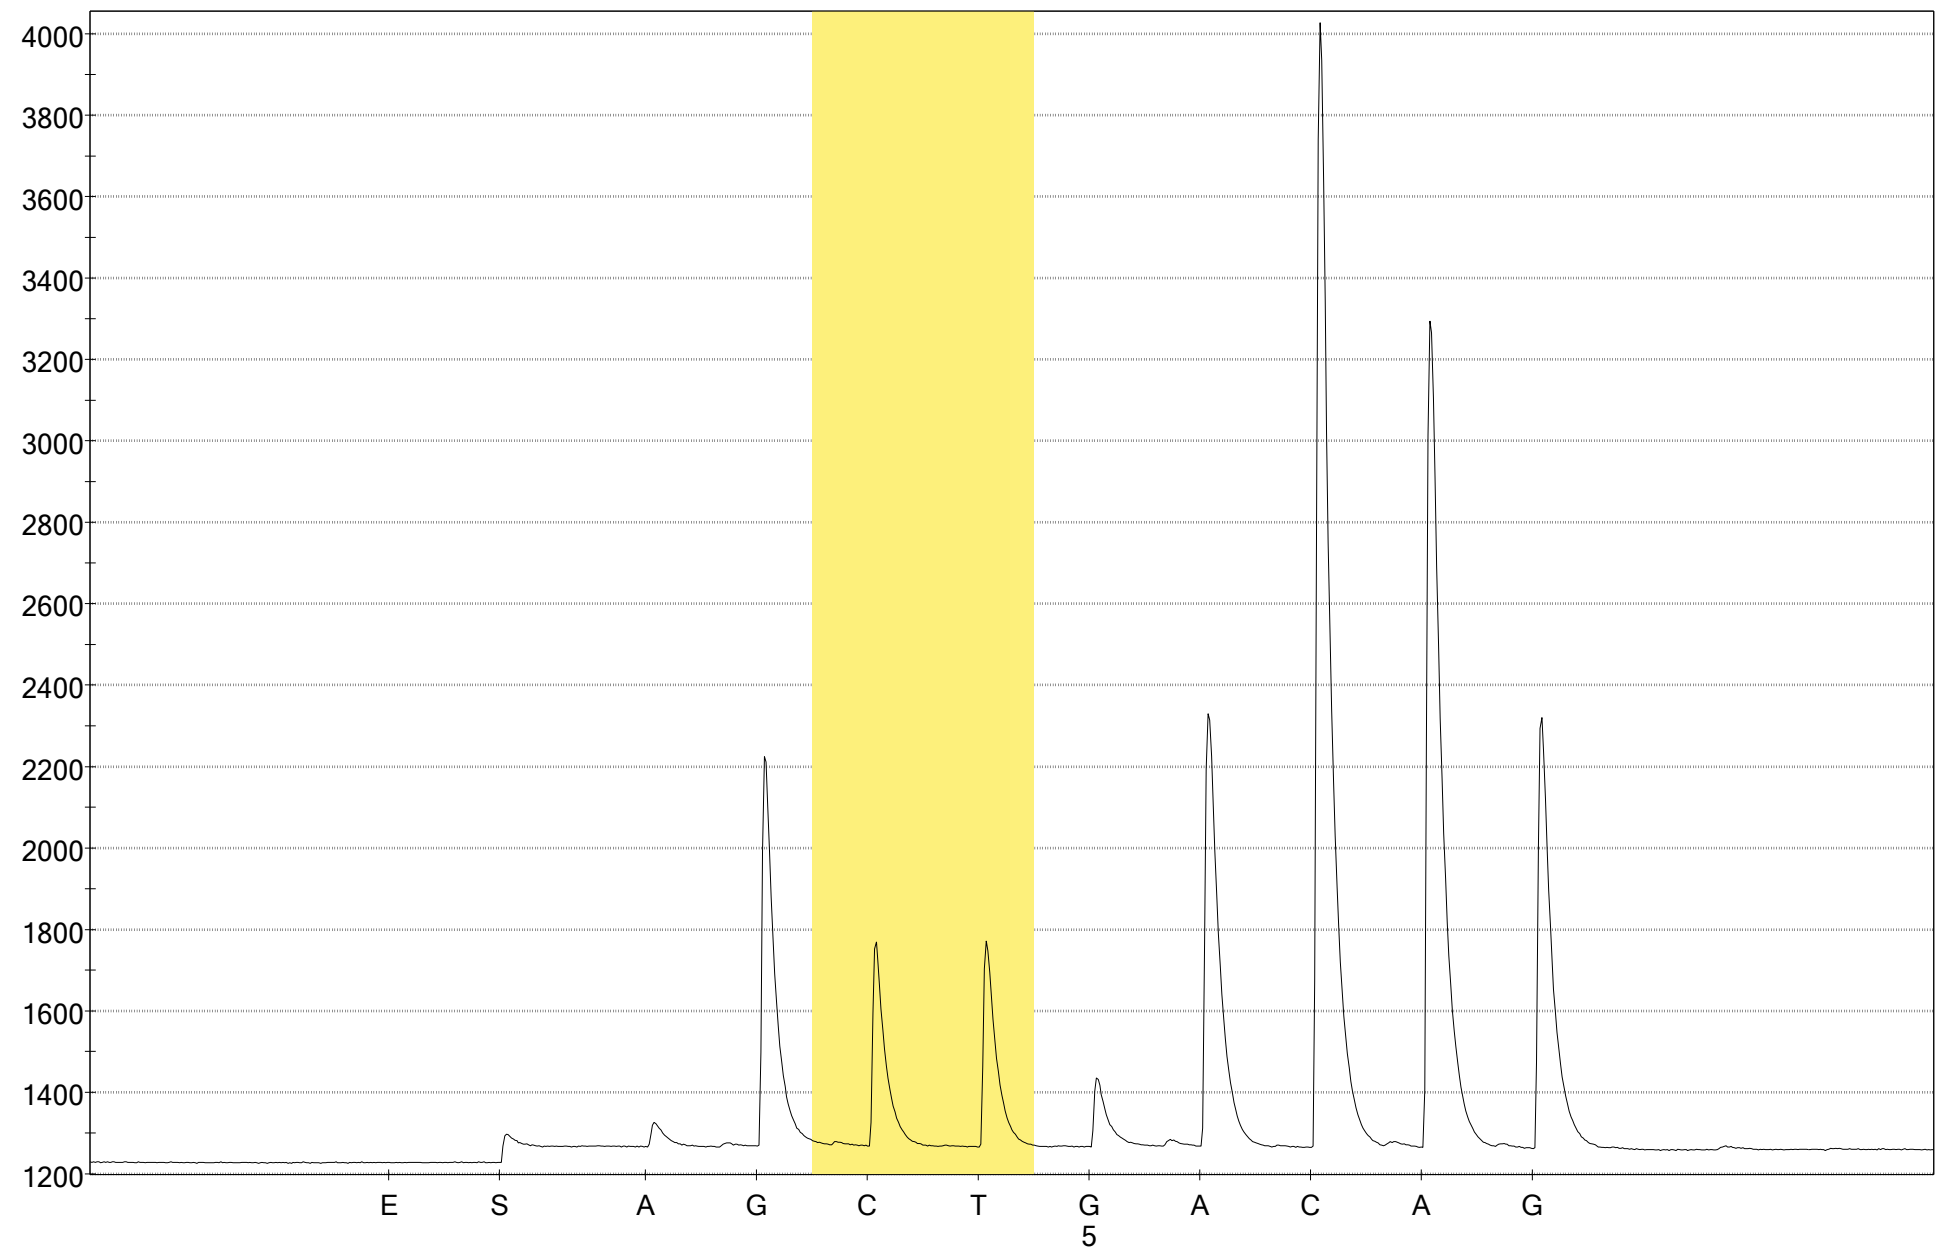

10 uL universal (141+157) - Well A9  
Entry: Cplx2  
2: C: 49.9% / T: 50.1%  
(Passed)

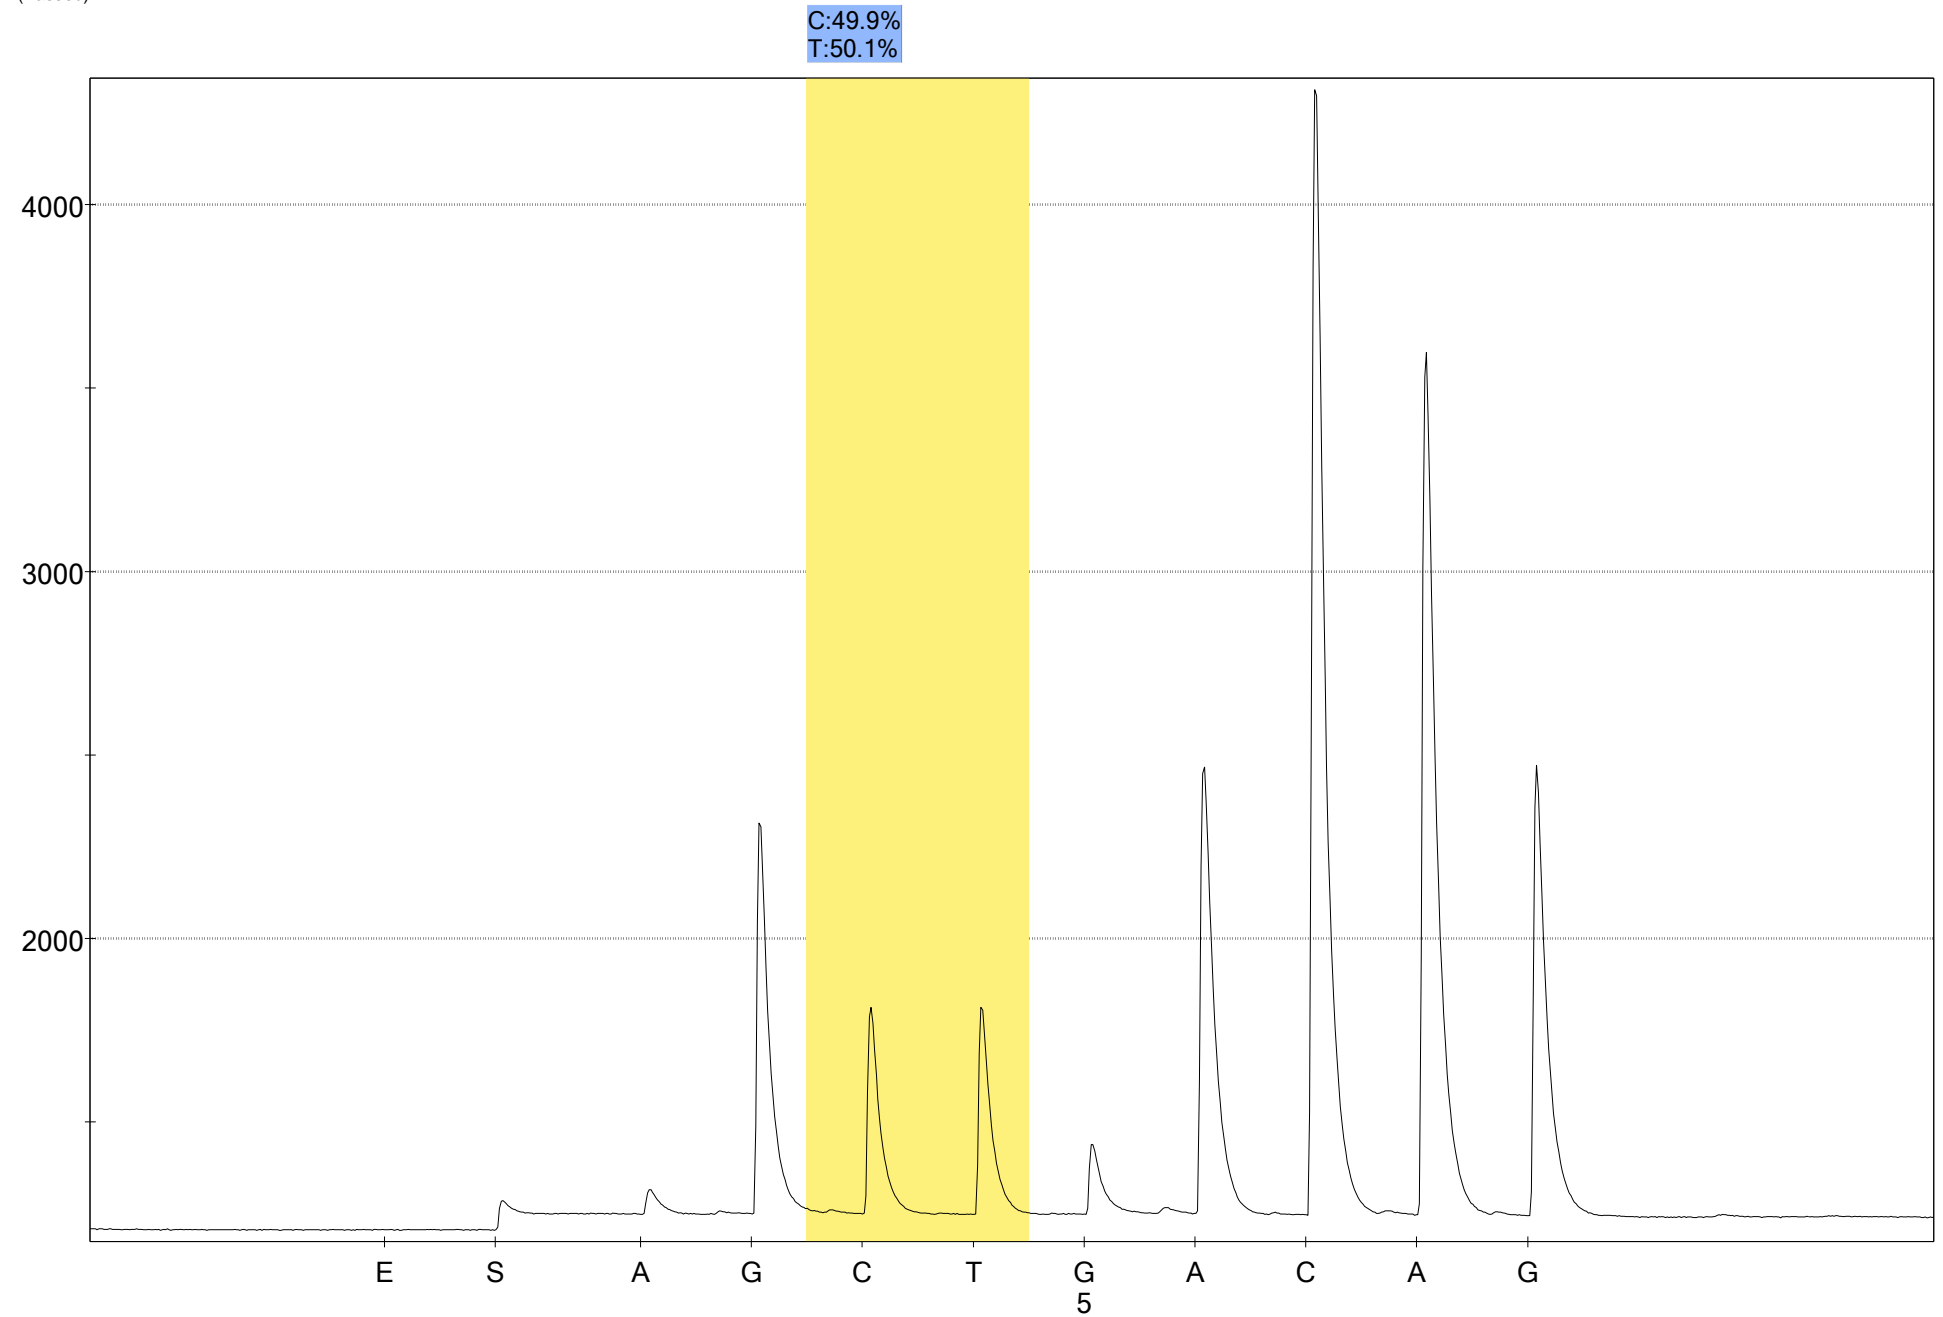

145 - Well A3  
Entry: Cplx2  
2: C: 50.5% / T: 49.5%  
(Passed)

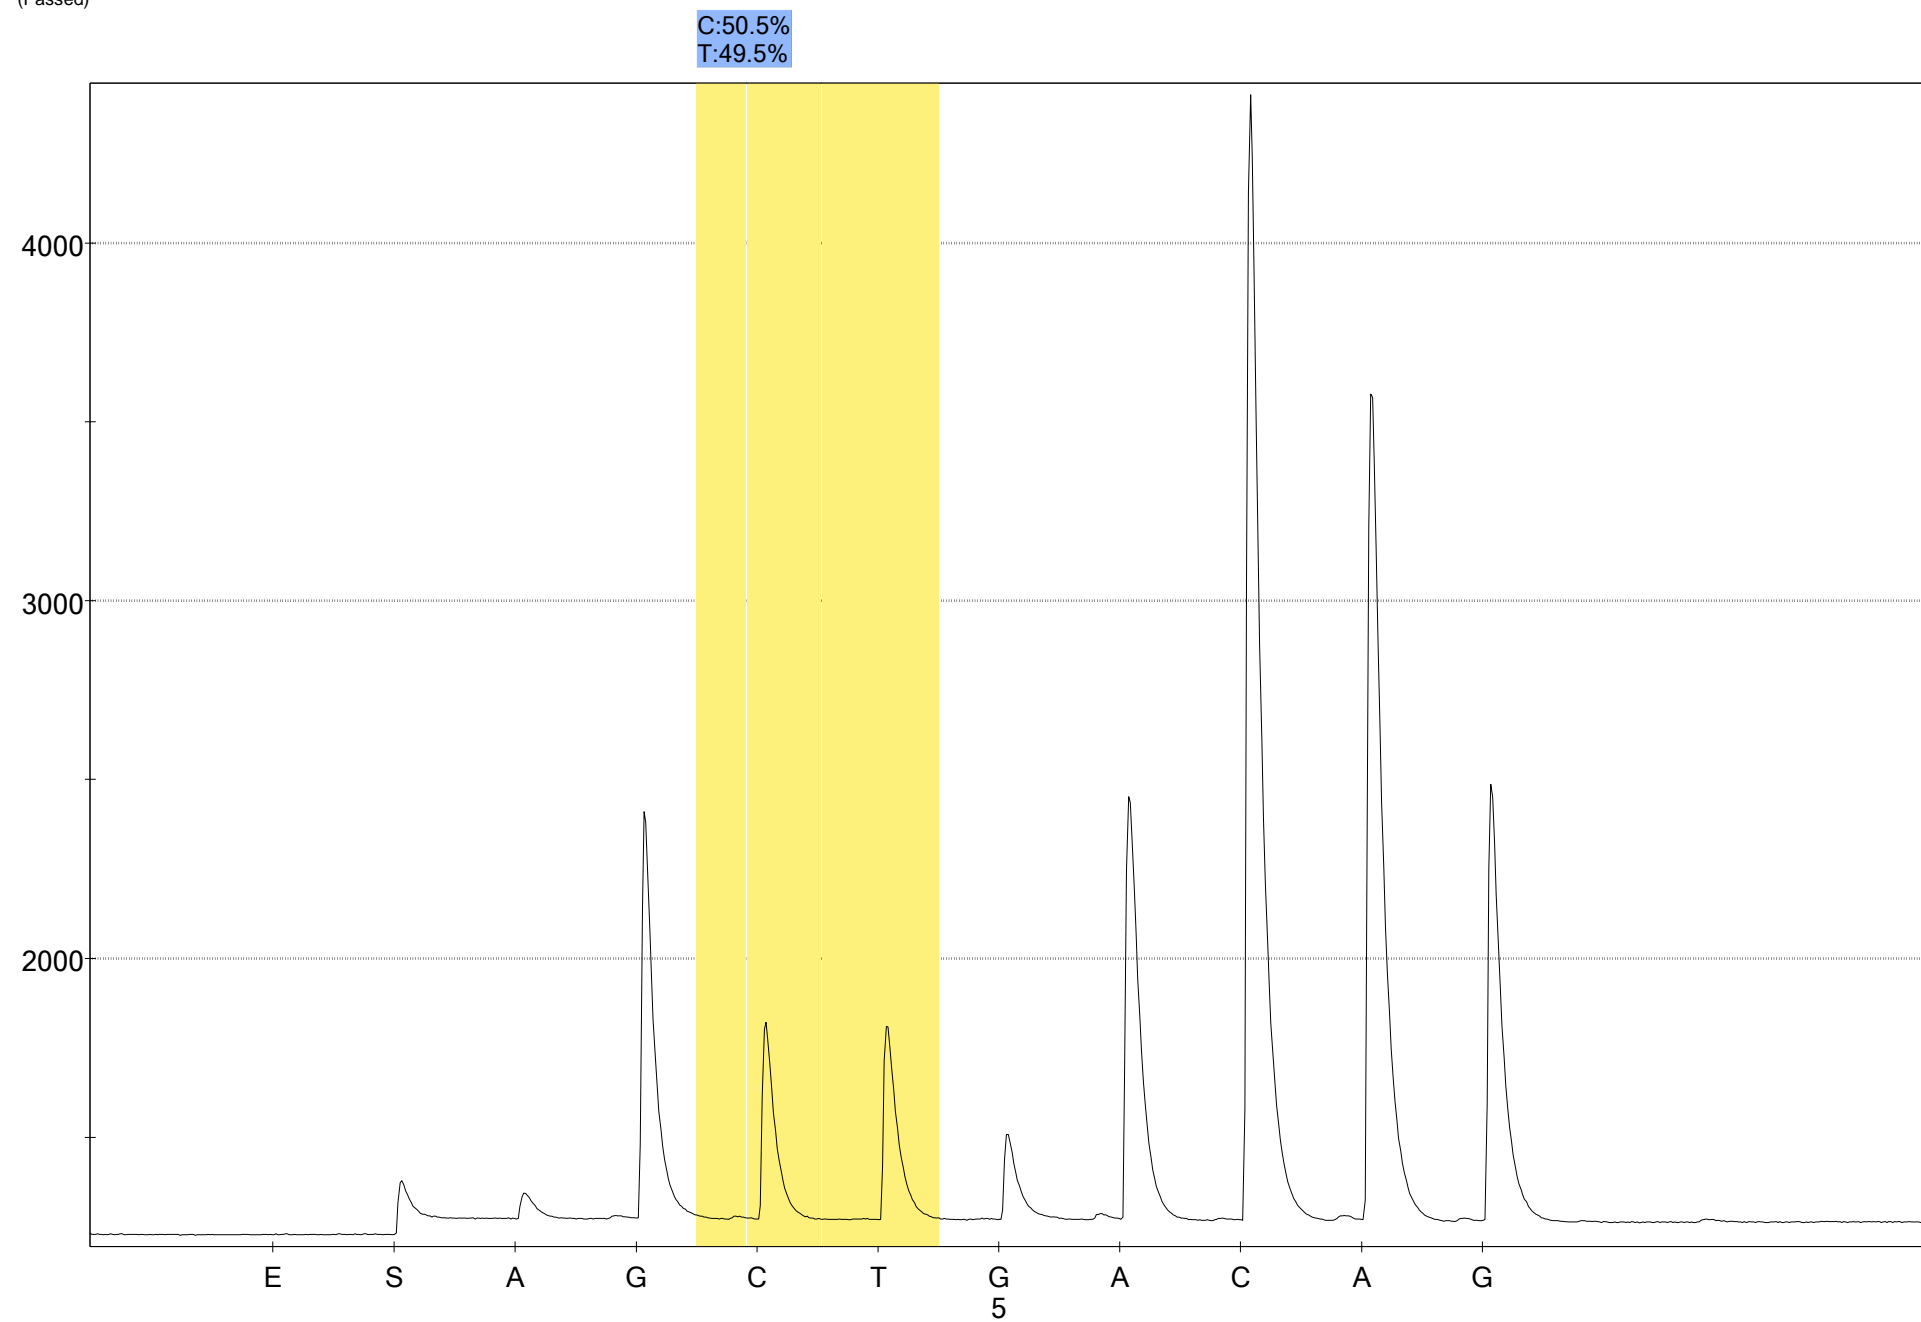

dna - Well A3  
Entry: Cplx2  
2: C: 46.1% / T: 53.9%  
(Passed)

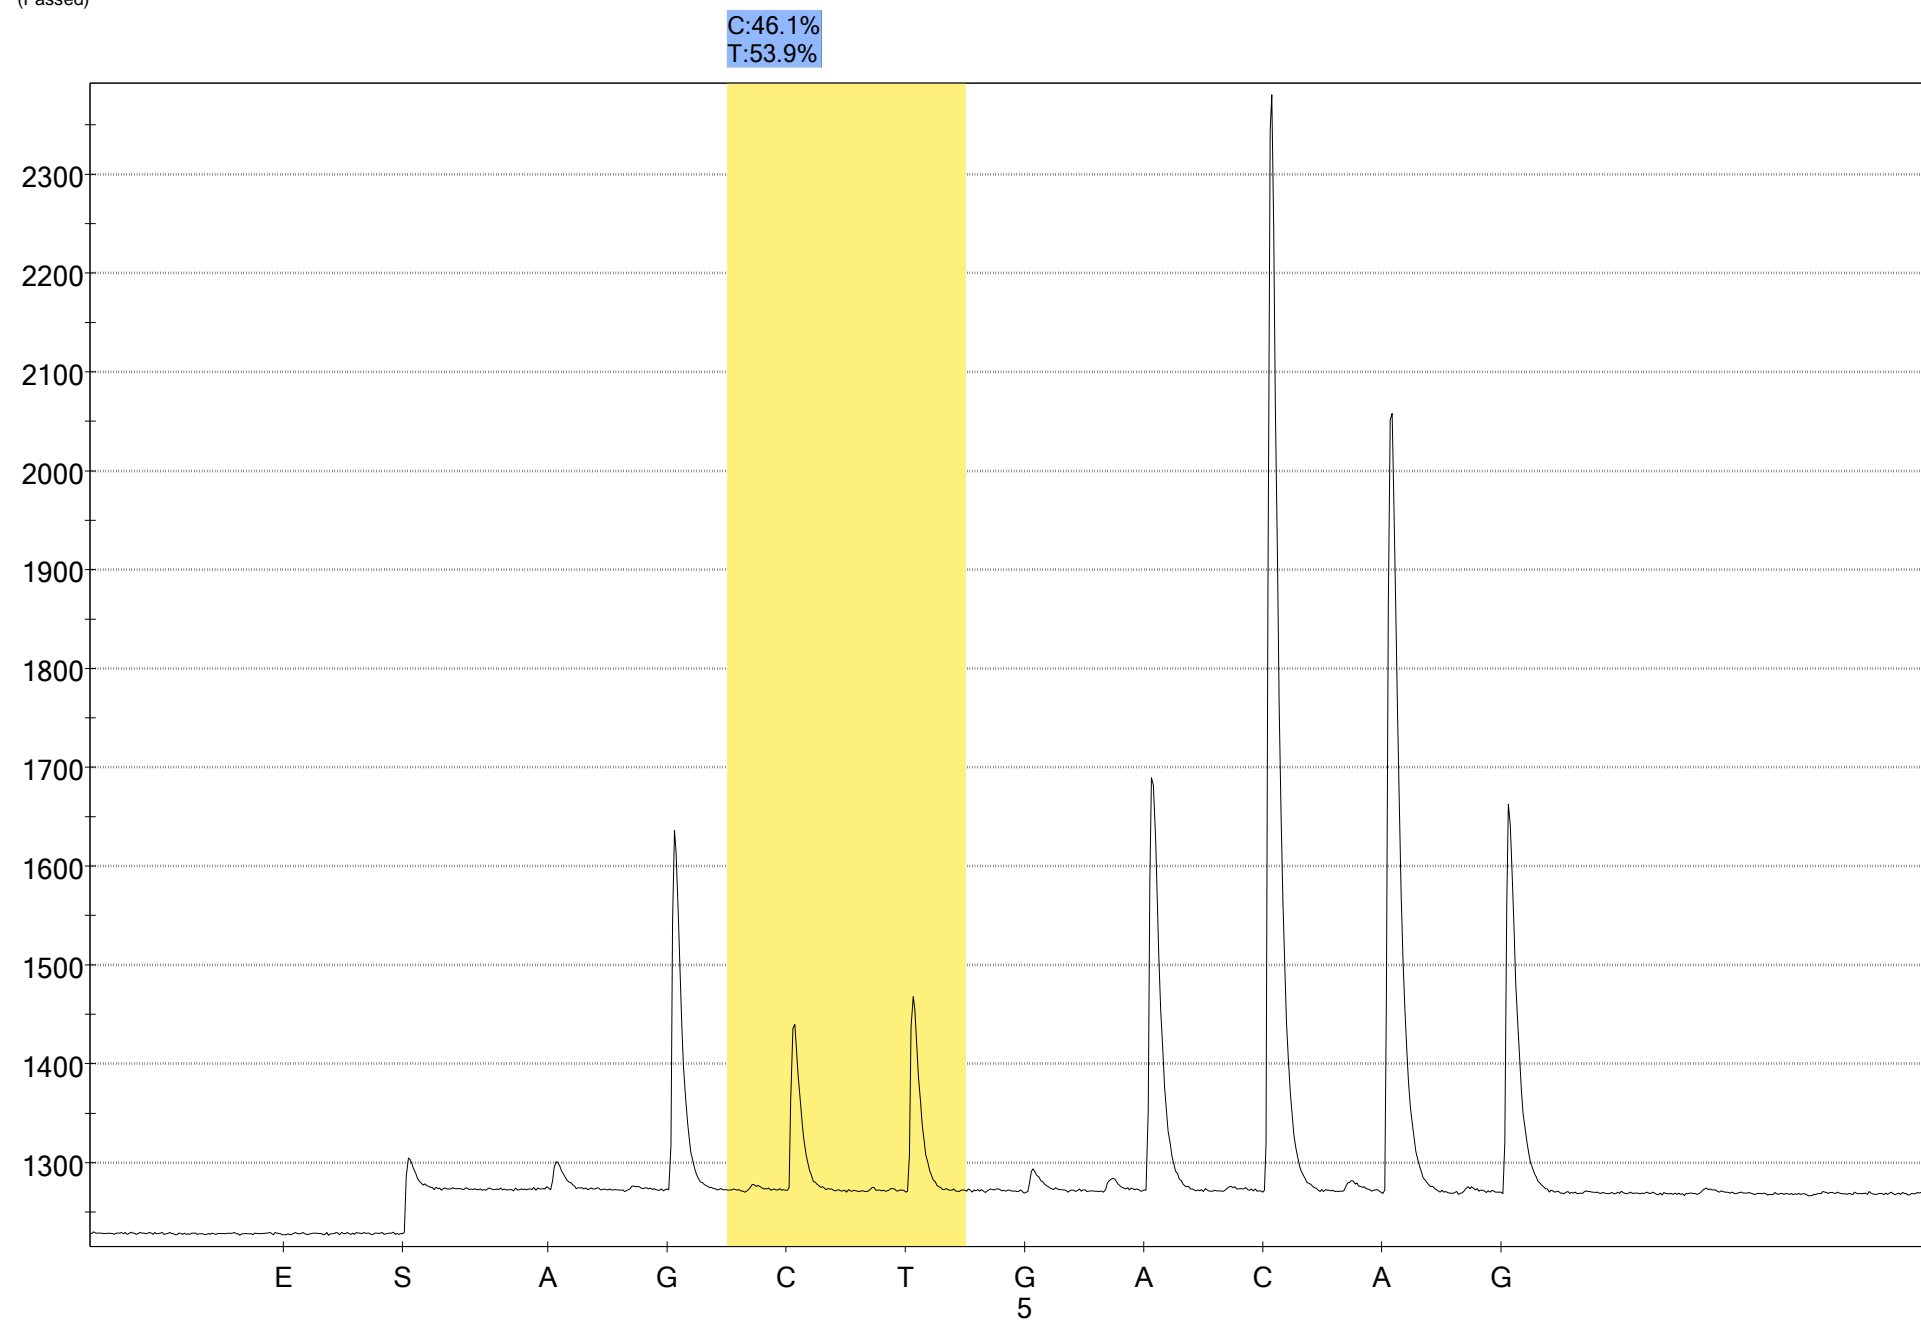

dna - Well A9  
Entry: Cplx2  
2: C: 48.7% / T: 51.3%  
(Passed)

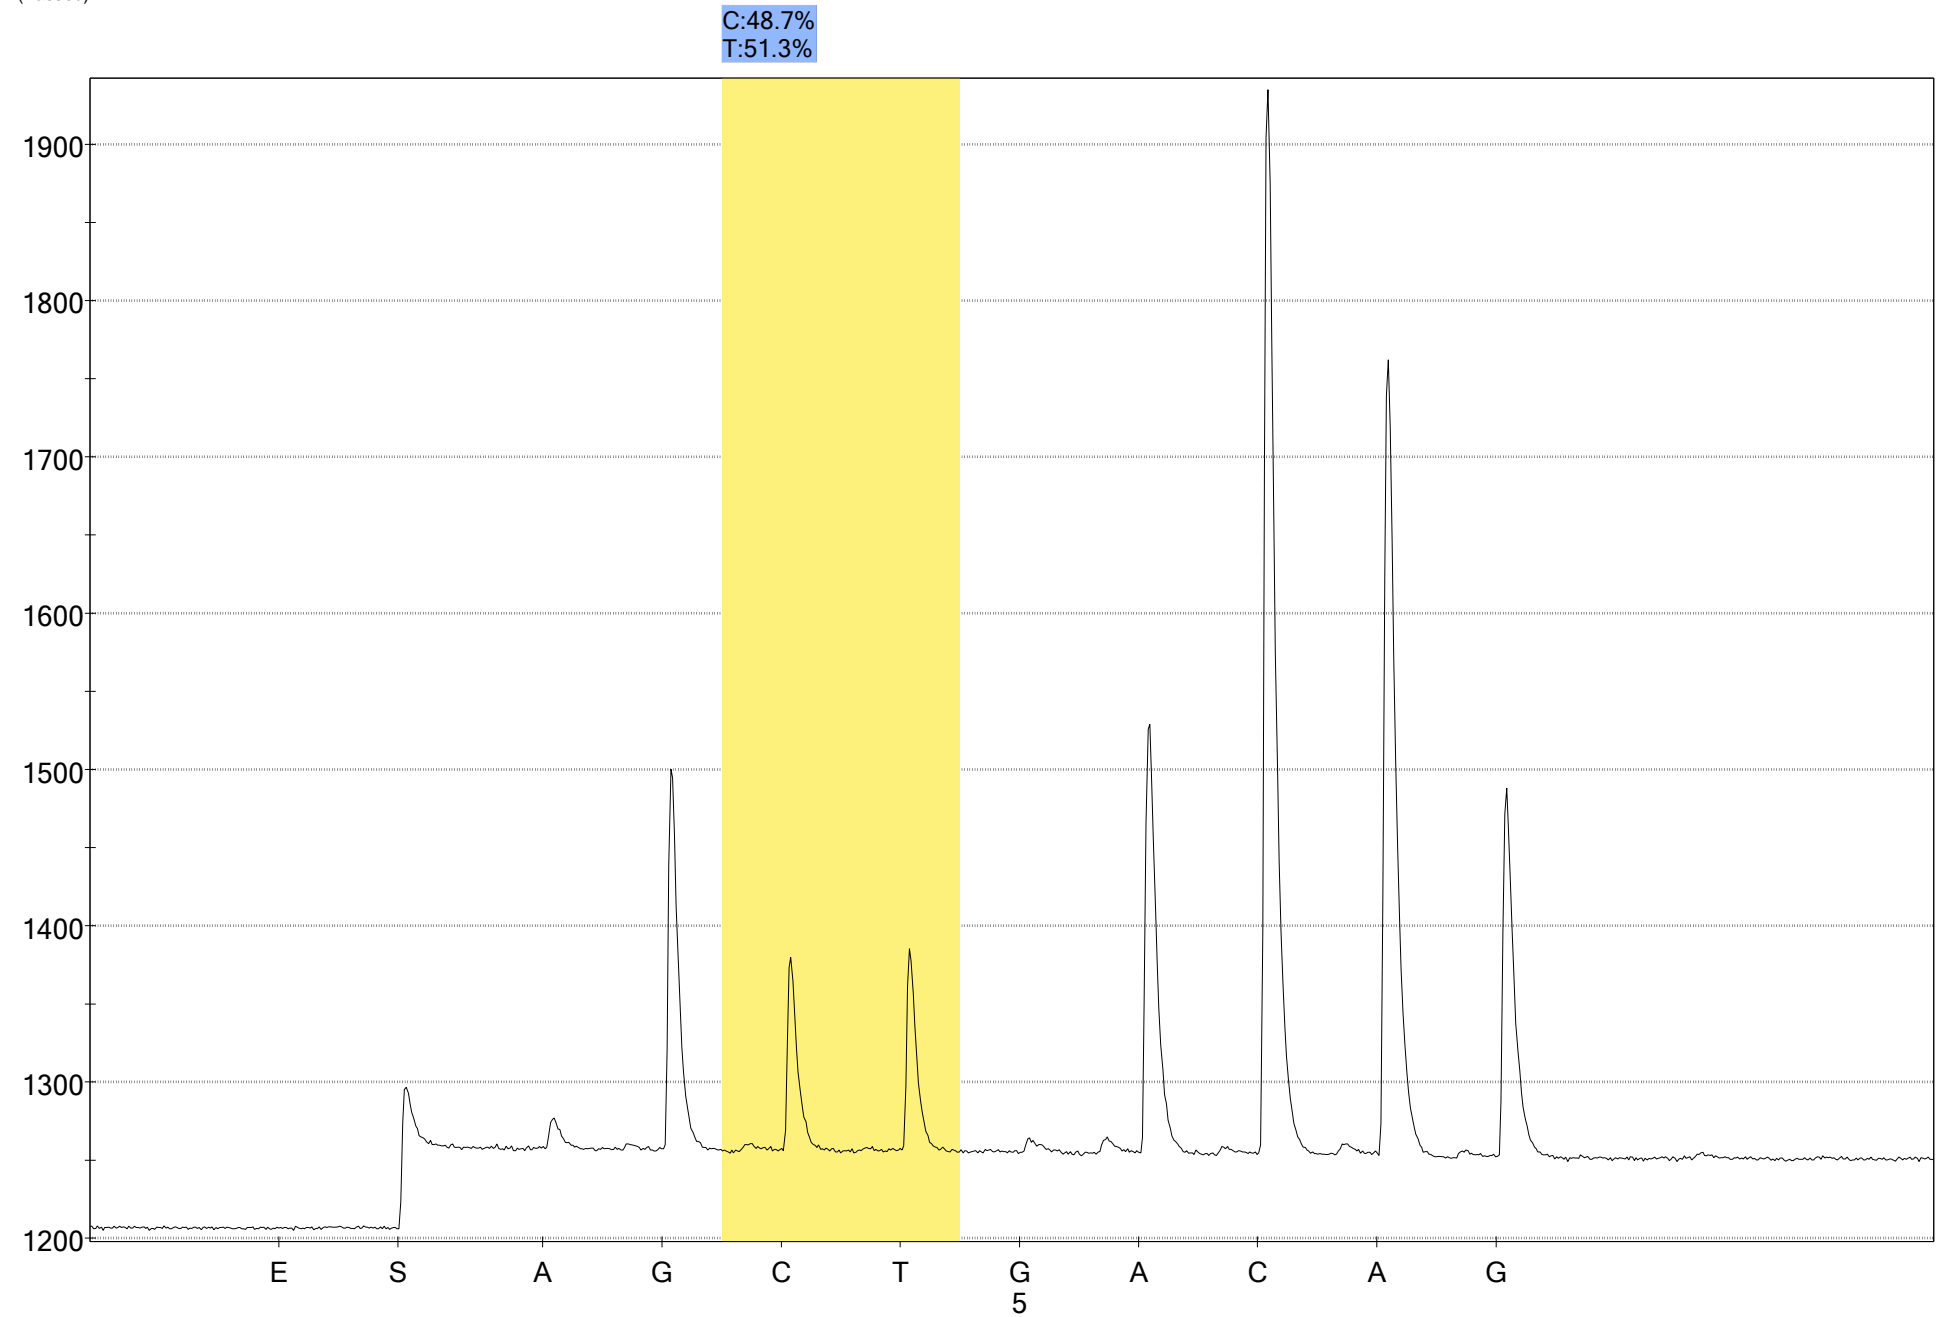

10 uL universal (141+157) - Well F2  
Entry: Ccdc40  
1: G: 54.8% / A: 45.2%  
(Passed)

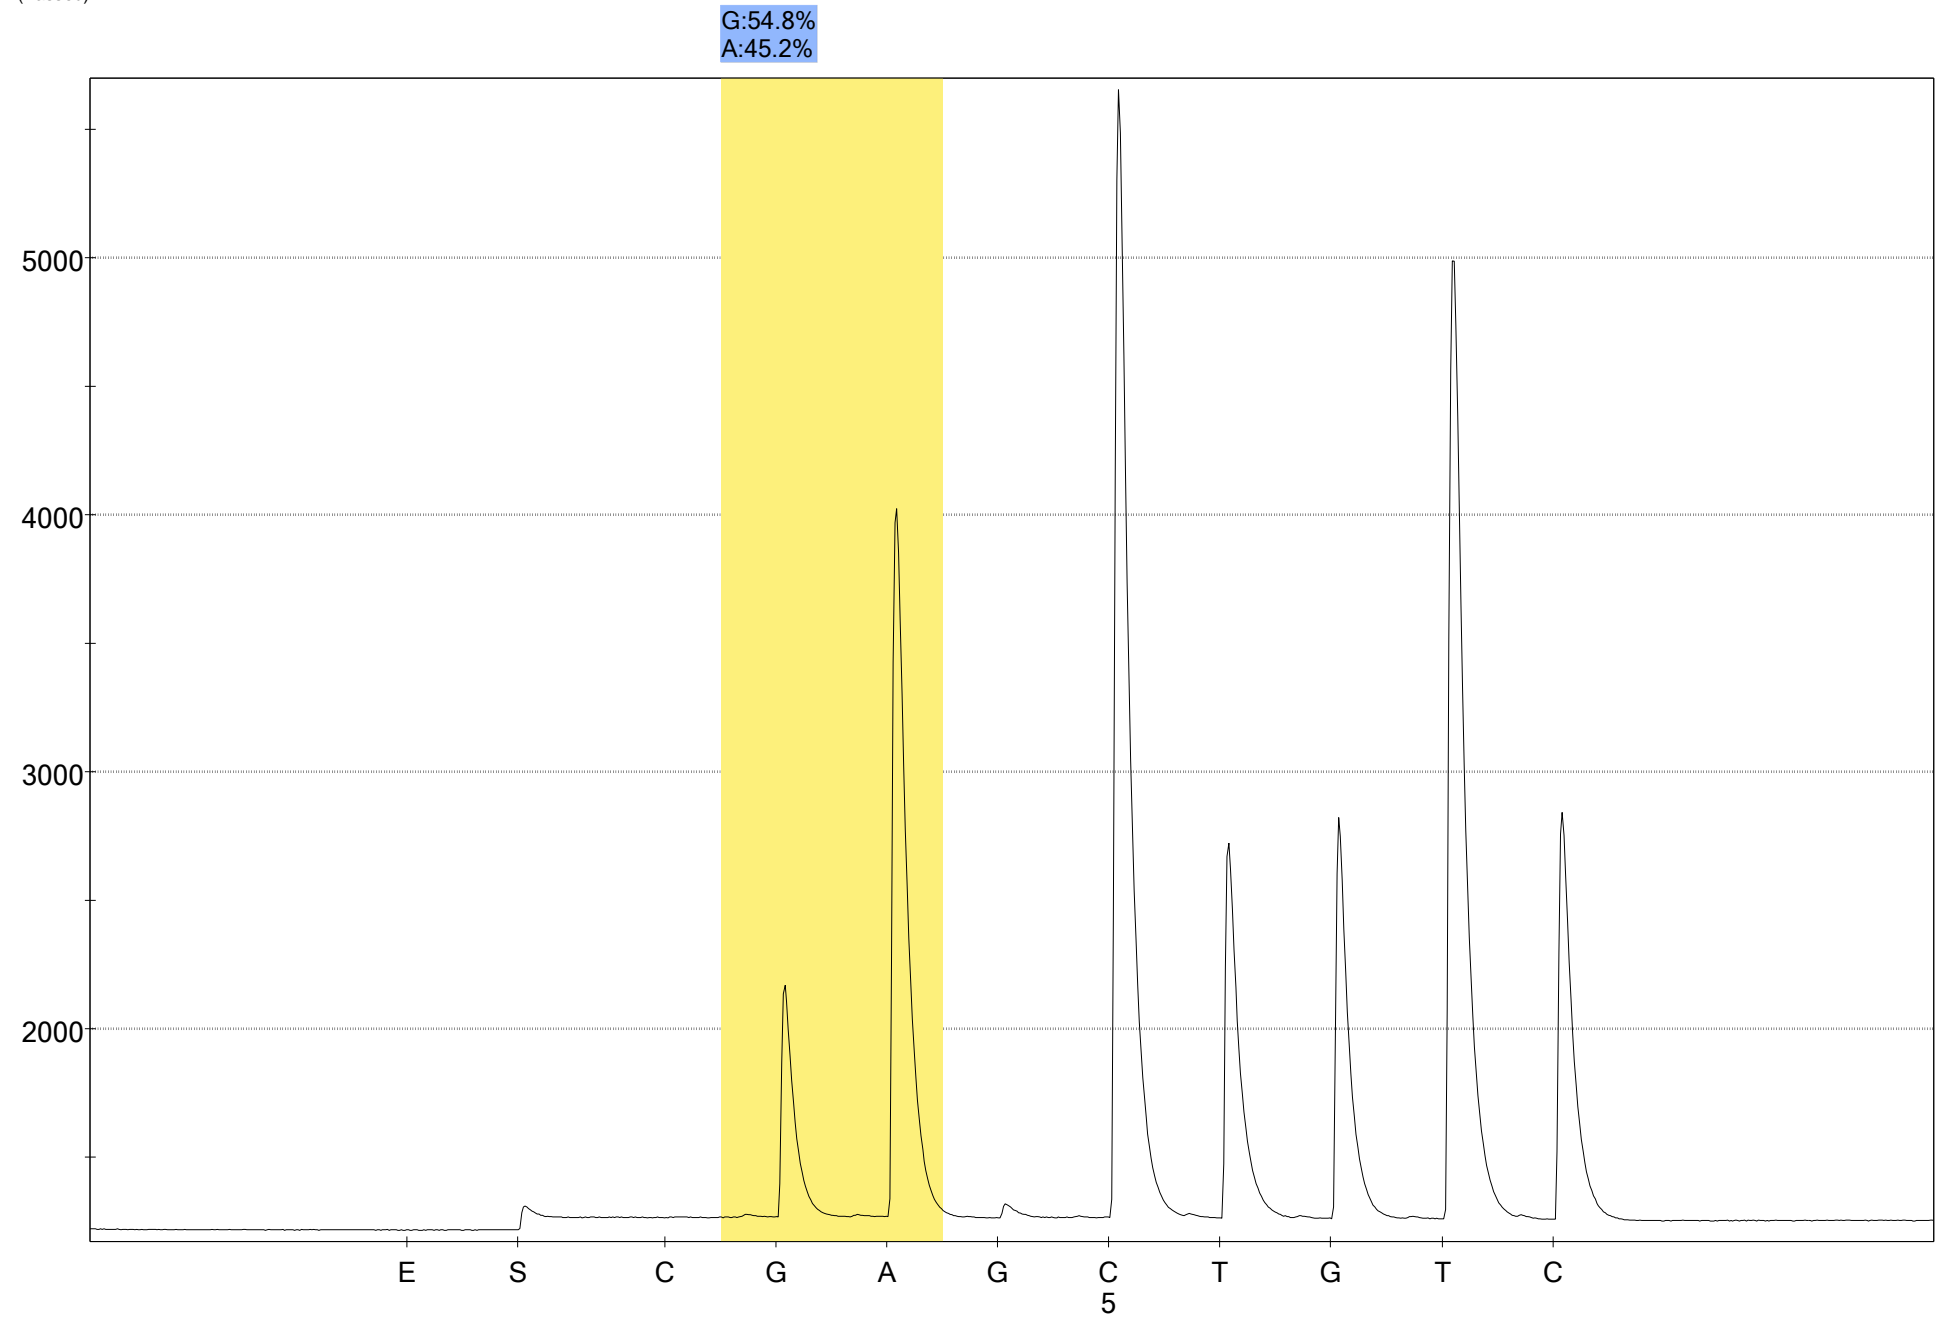

10 uL universal (141+157) - Well F8

Entry: Ccdc40

1: G: 43.9% / A: 56.1%

(Passed)

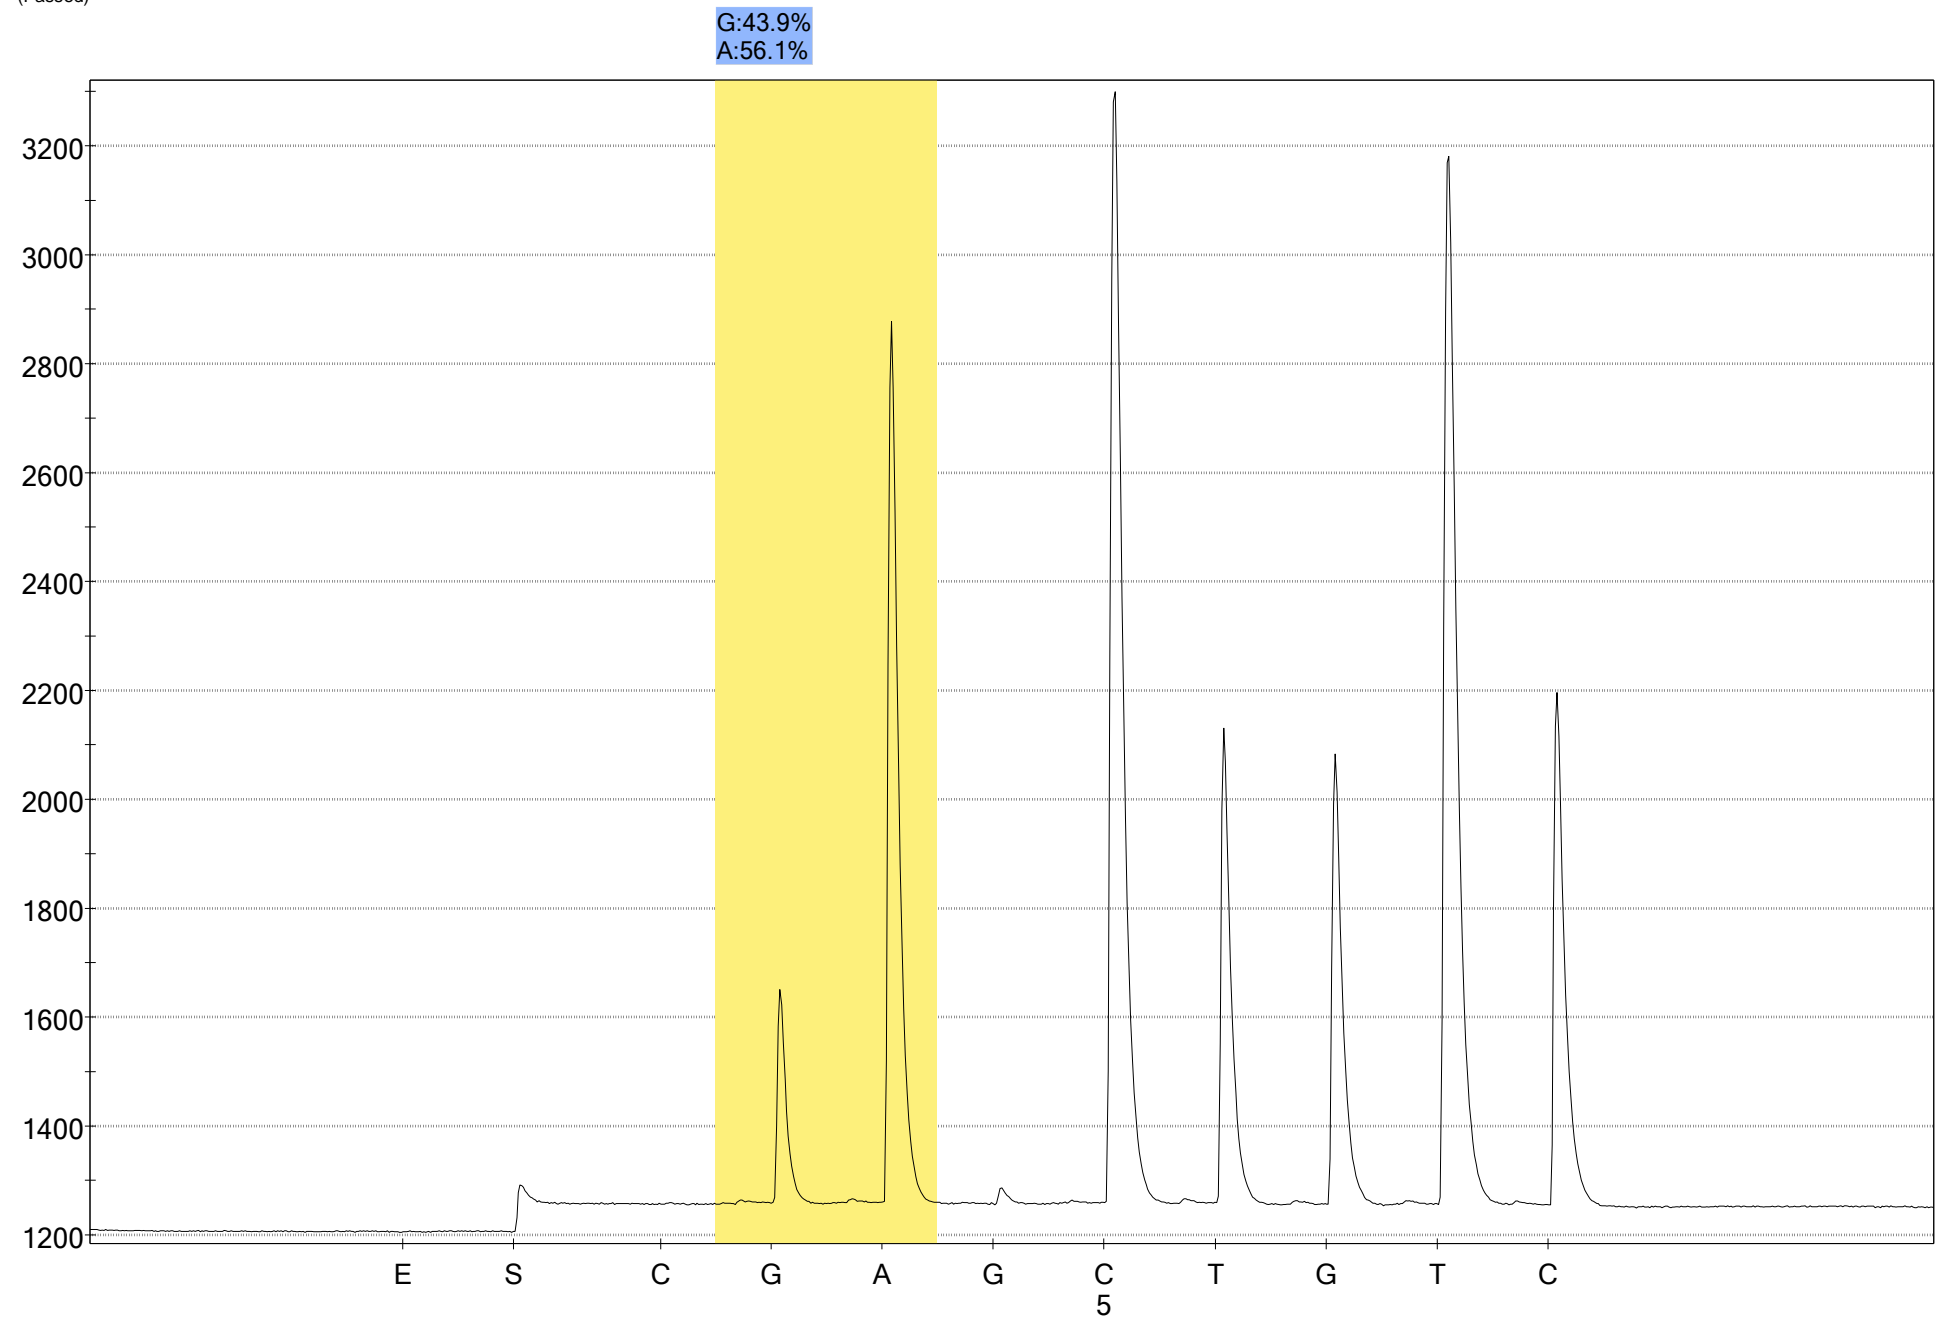

145 - Well F2  
Entry: Ccdc40  
1: G: 59.6% / A: 40.4%  
(Passed)

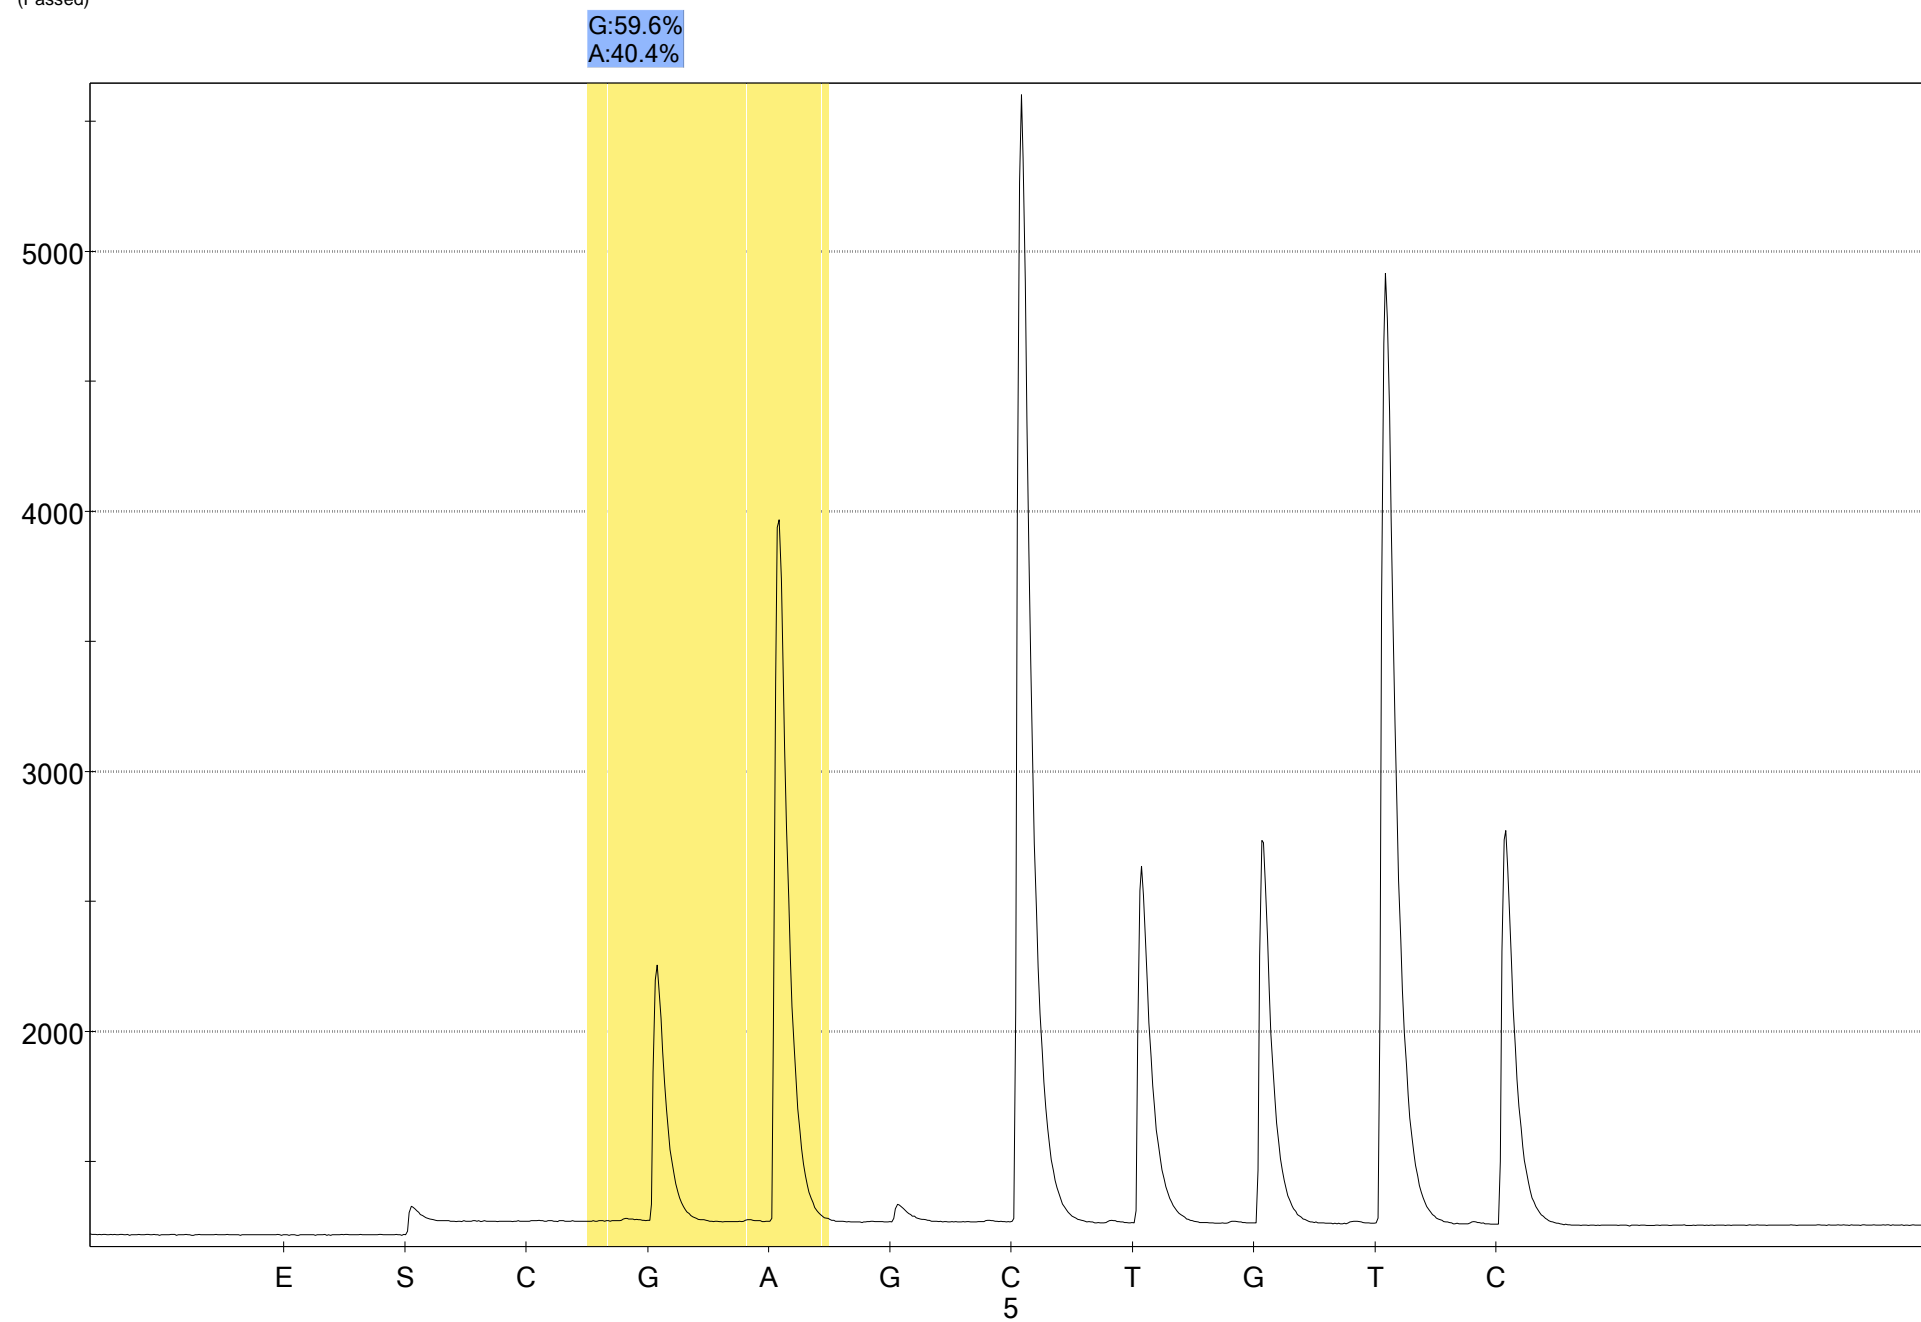

dna - Well F2  
Entry: Ccdc40  
1: G: 53.2% / A: 46.8%  
(Passed)

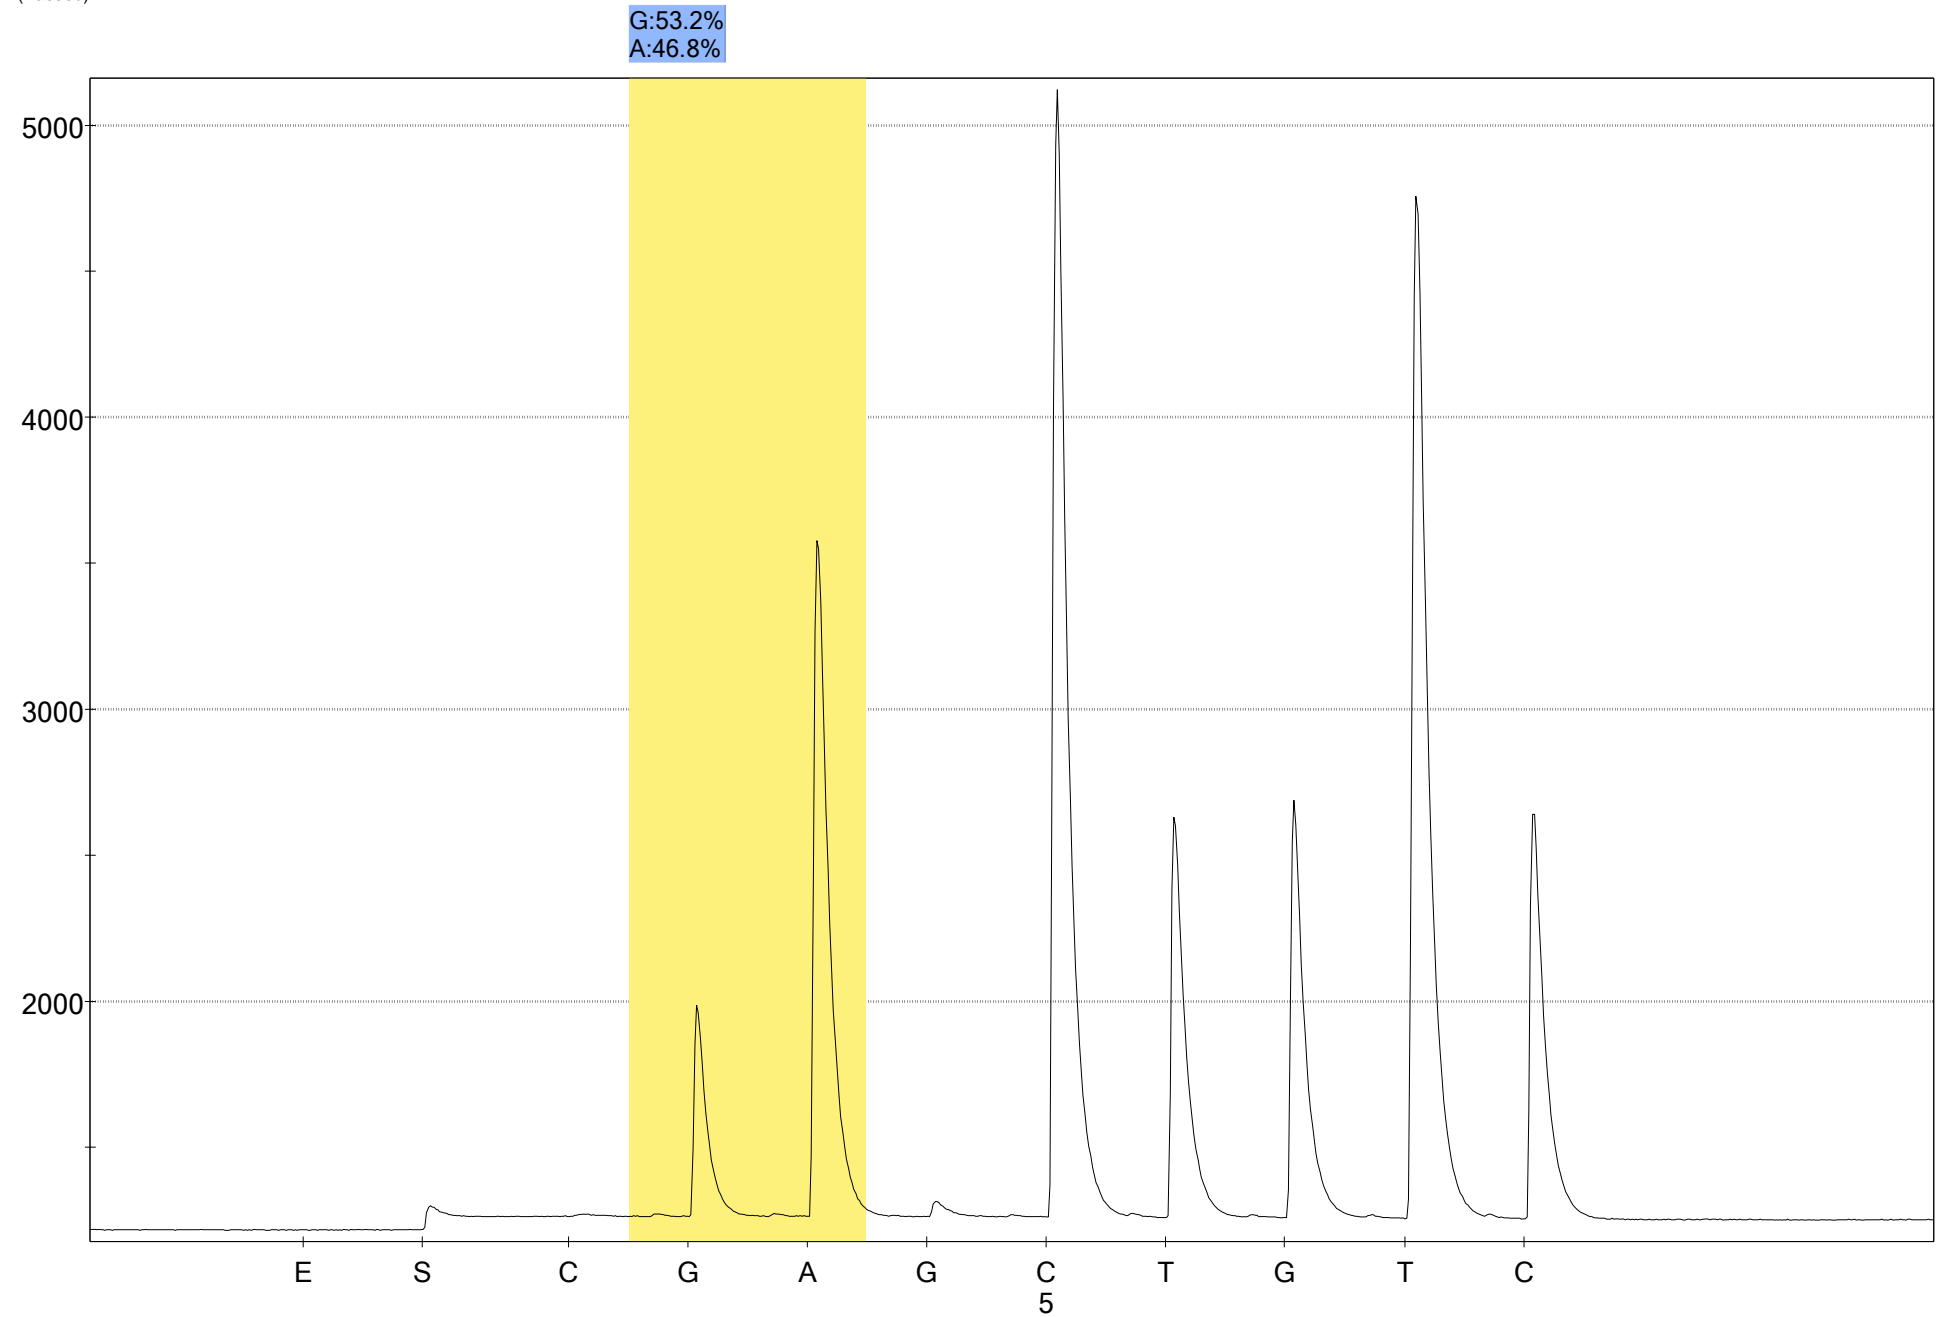

dna - Well F8  
Entry: Ccdc40  
1: G: 47.2% / A: 52.8%  
(Passed)

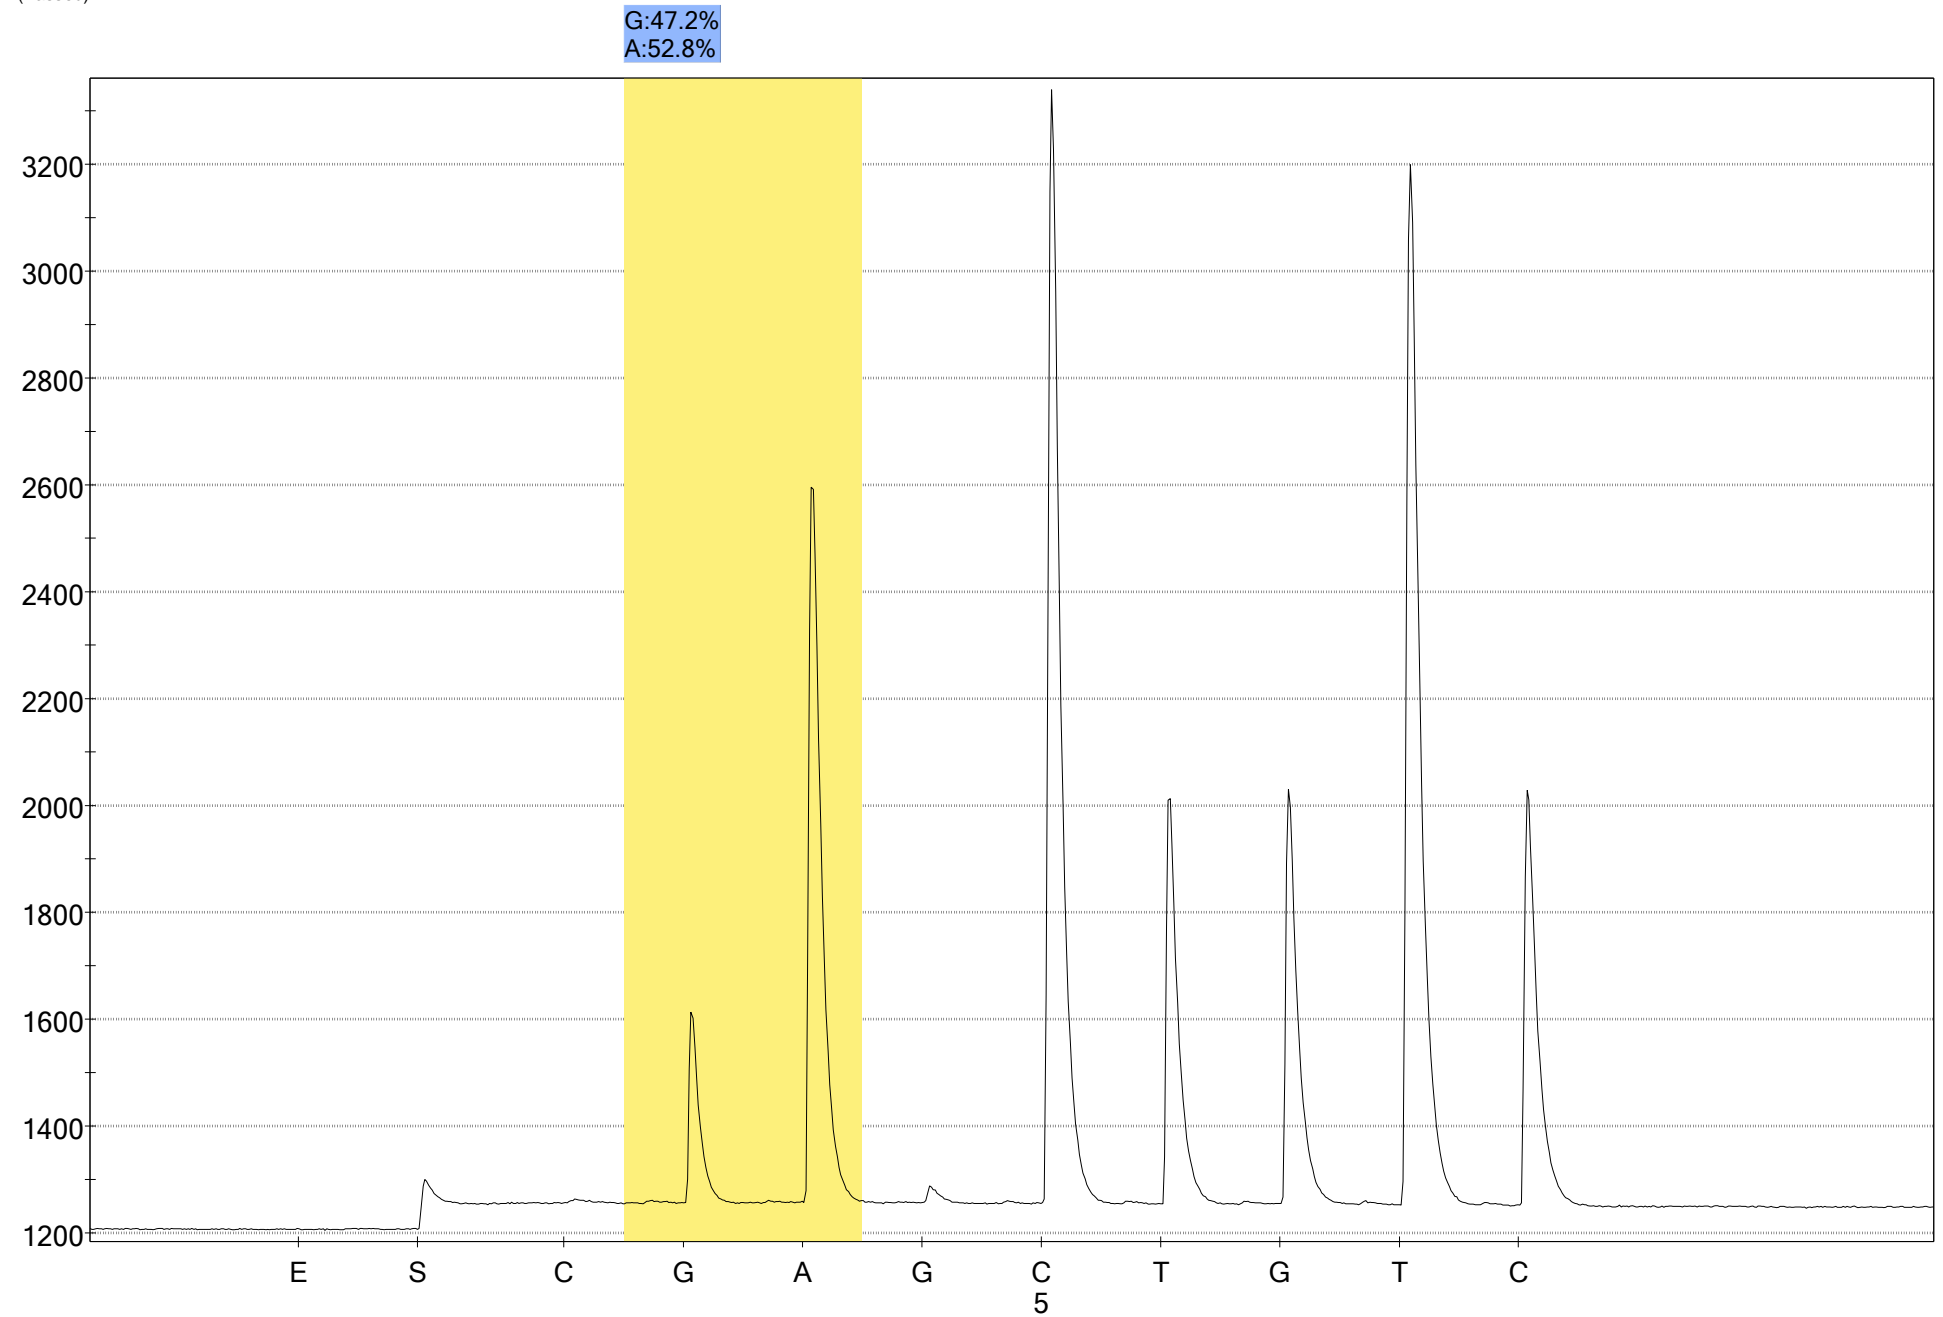

10 uL universal (141+157) - Well H11  
Entry: Rhbd13  
3: A: 52.4% / G: 47.6%  
(Passed)

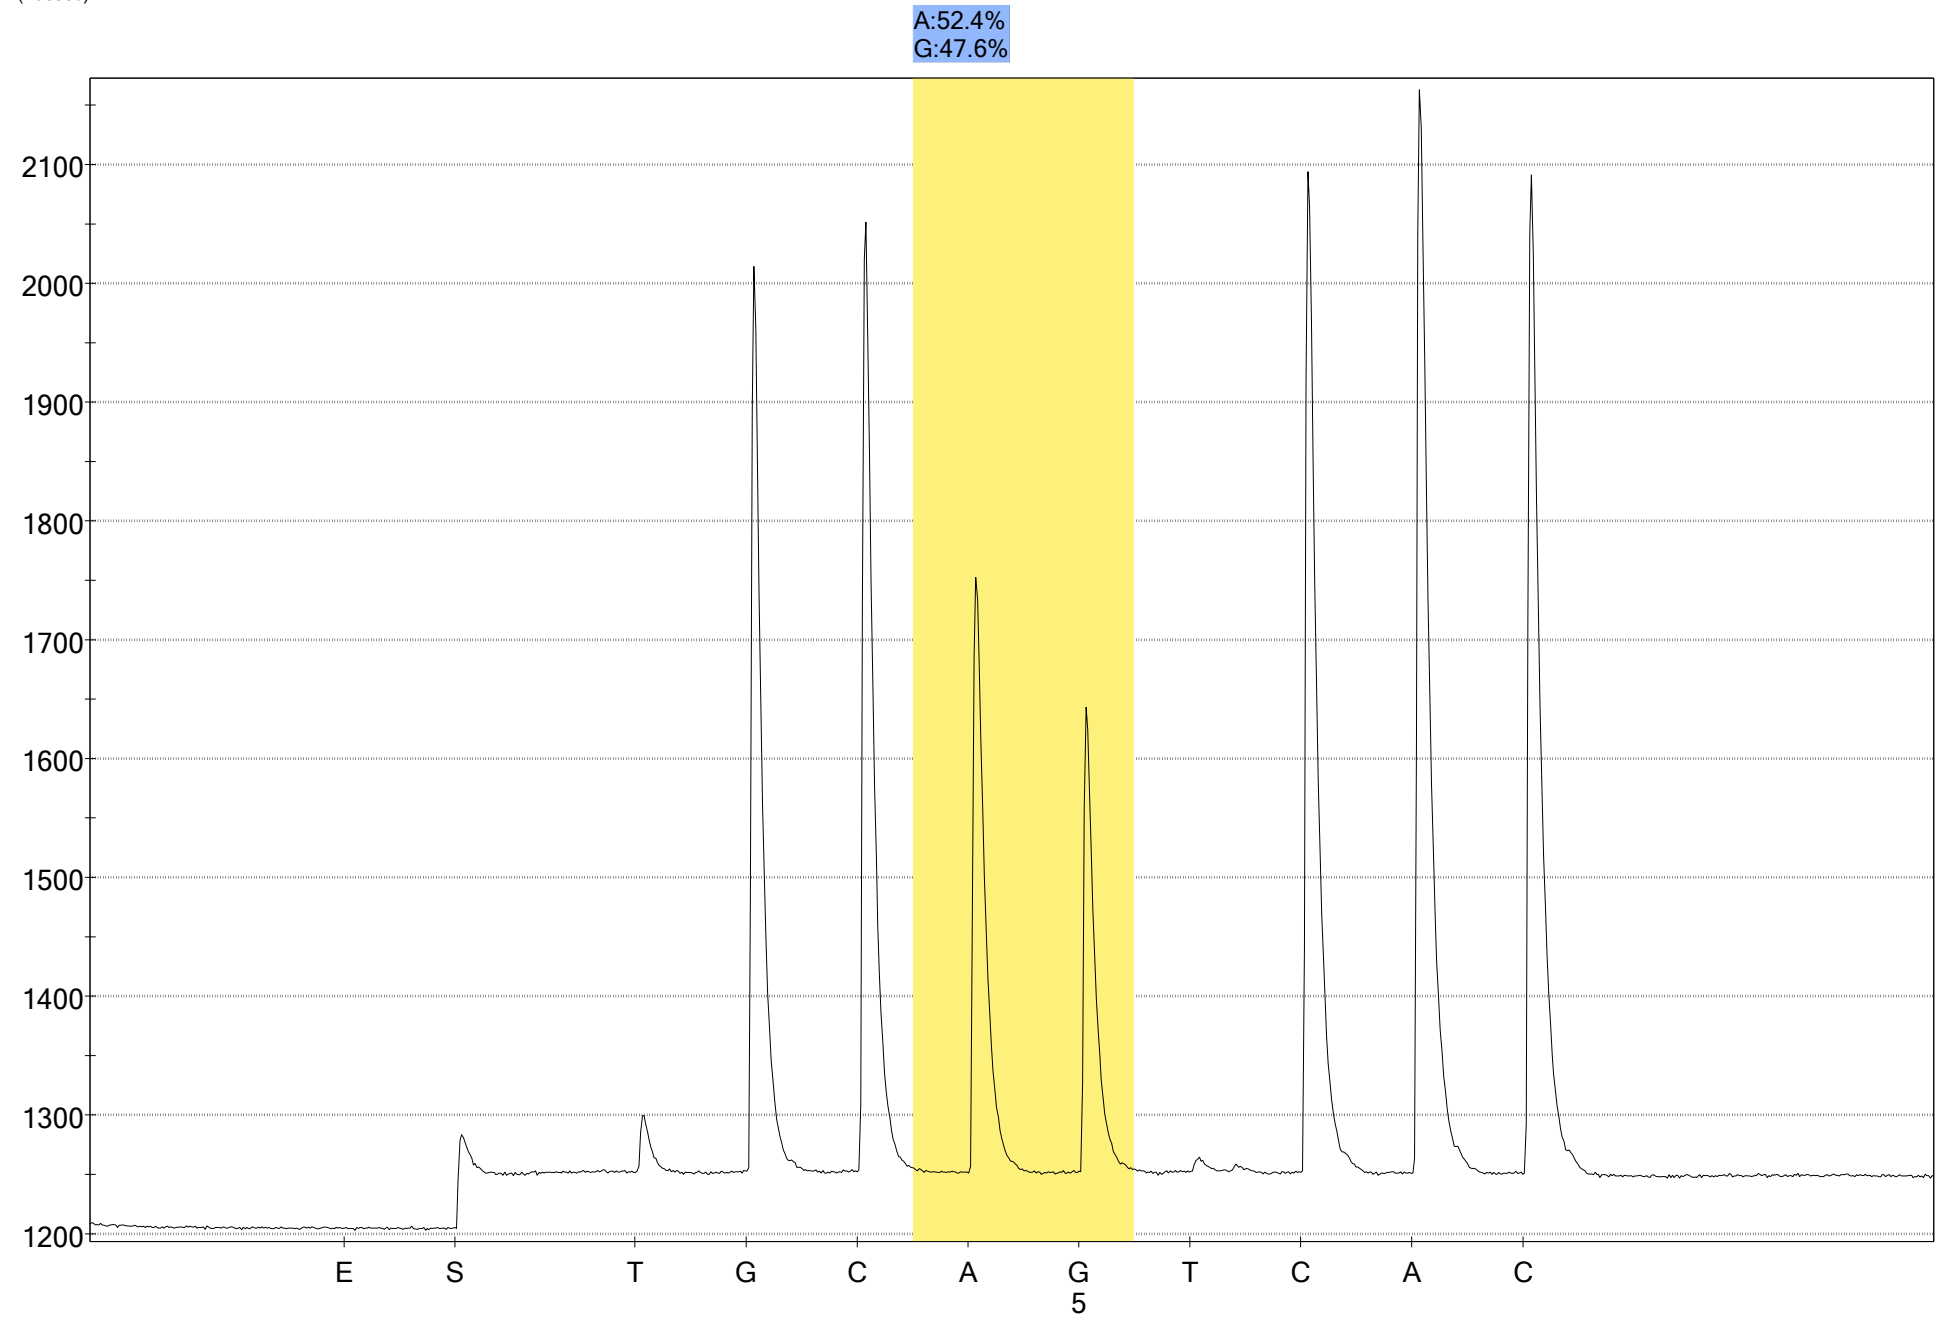

10 uL universal (141+157) - Well H5  
Entry: Rhbd13  
3: A: 51.3% / G: 48.7%  
(Passed)

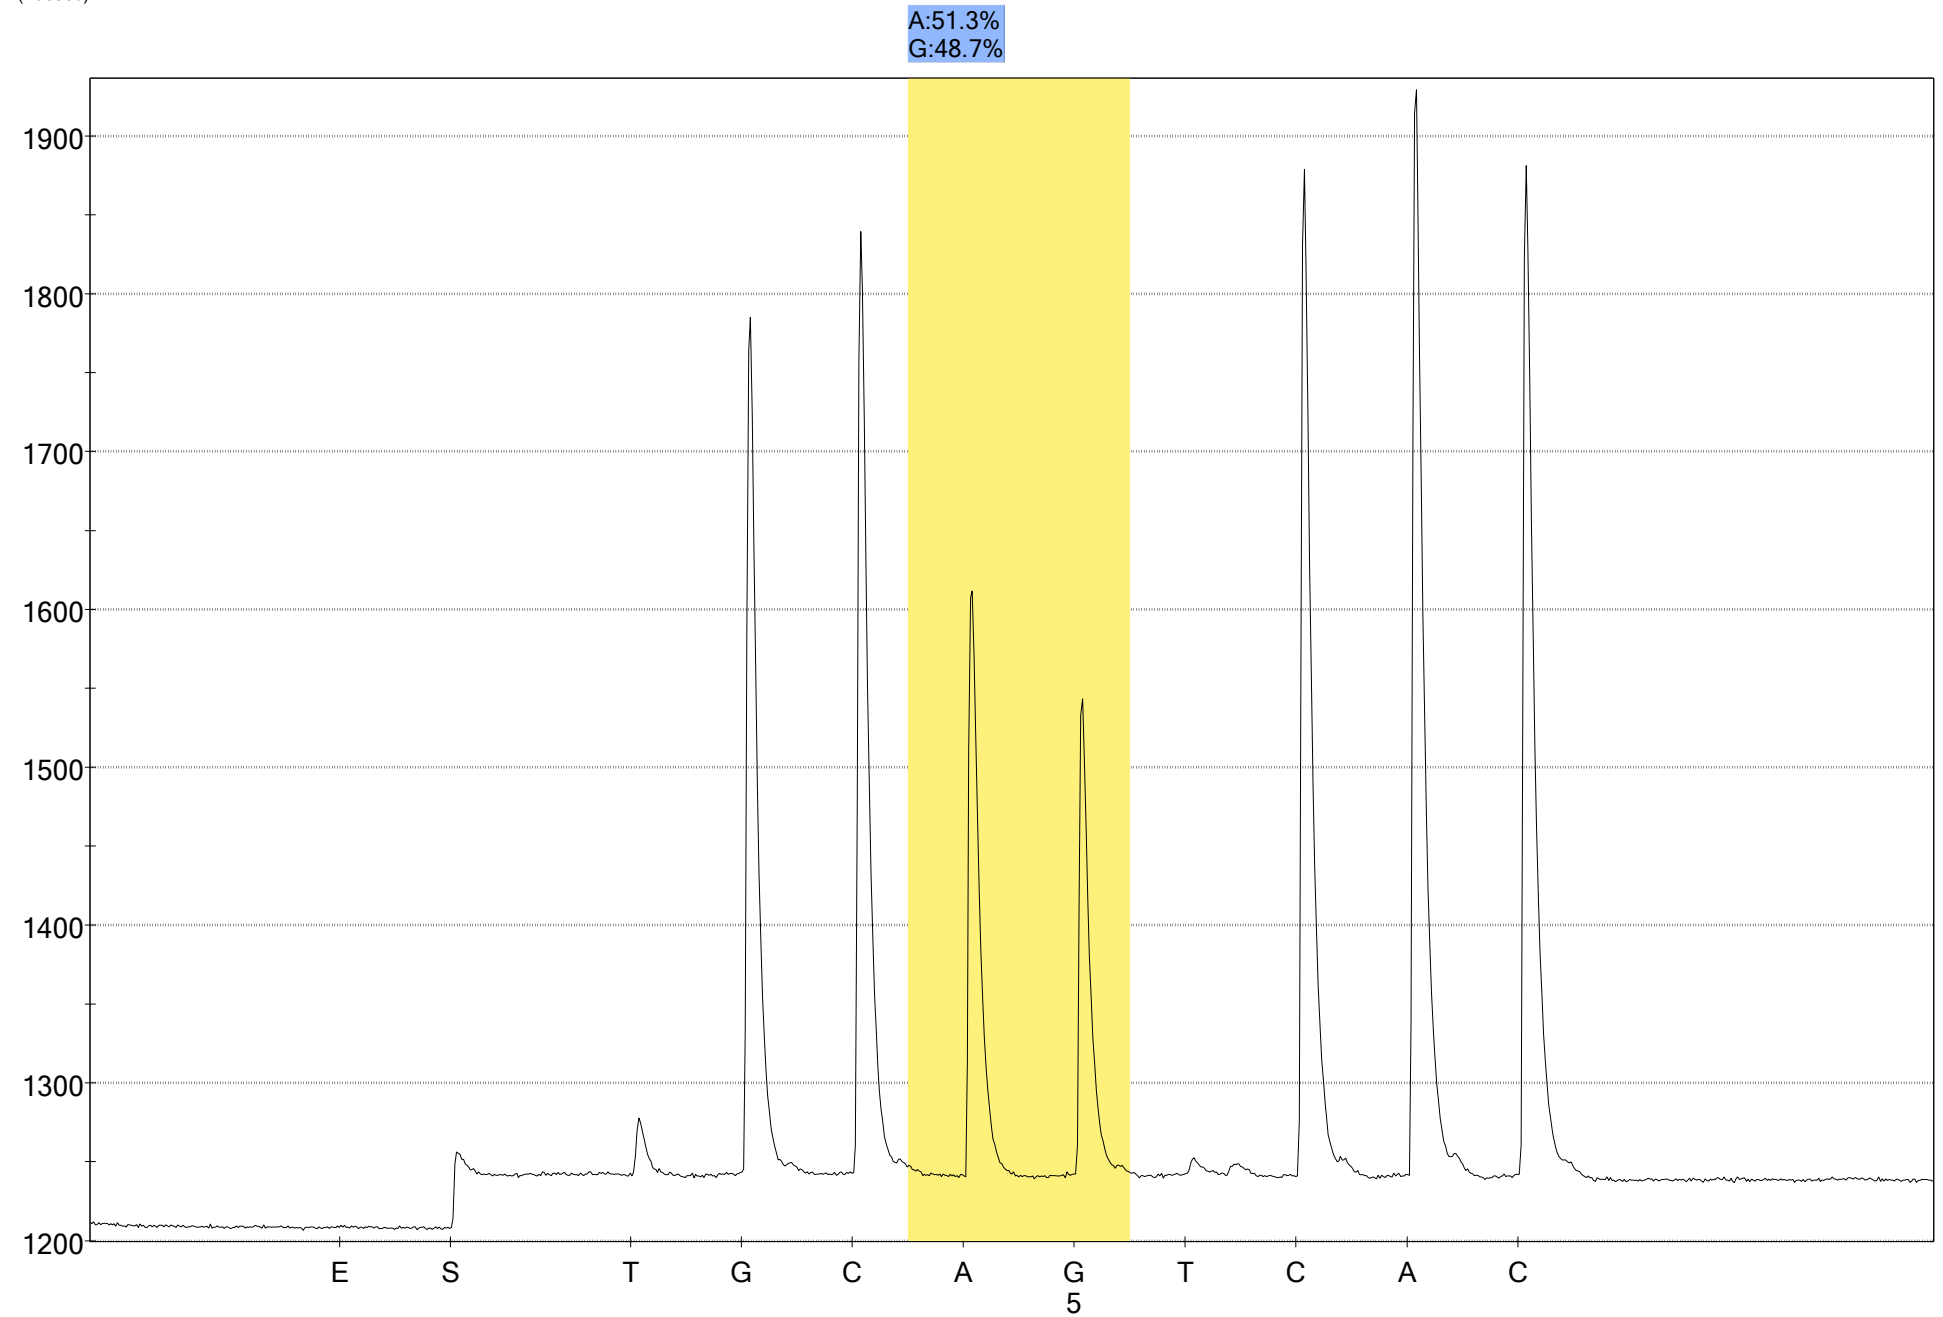

145 - Well H5  
Entry: Rhbd13  
3: A: 54.7% / G: 45.3%  
(Passed)

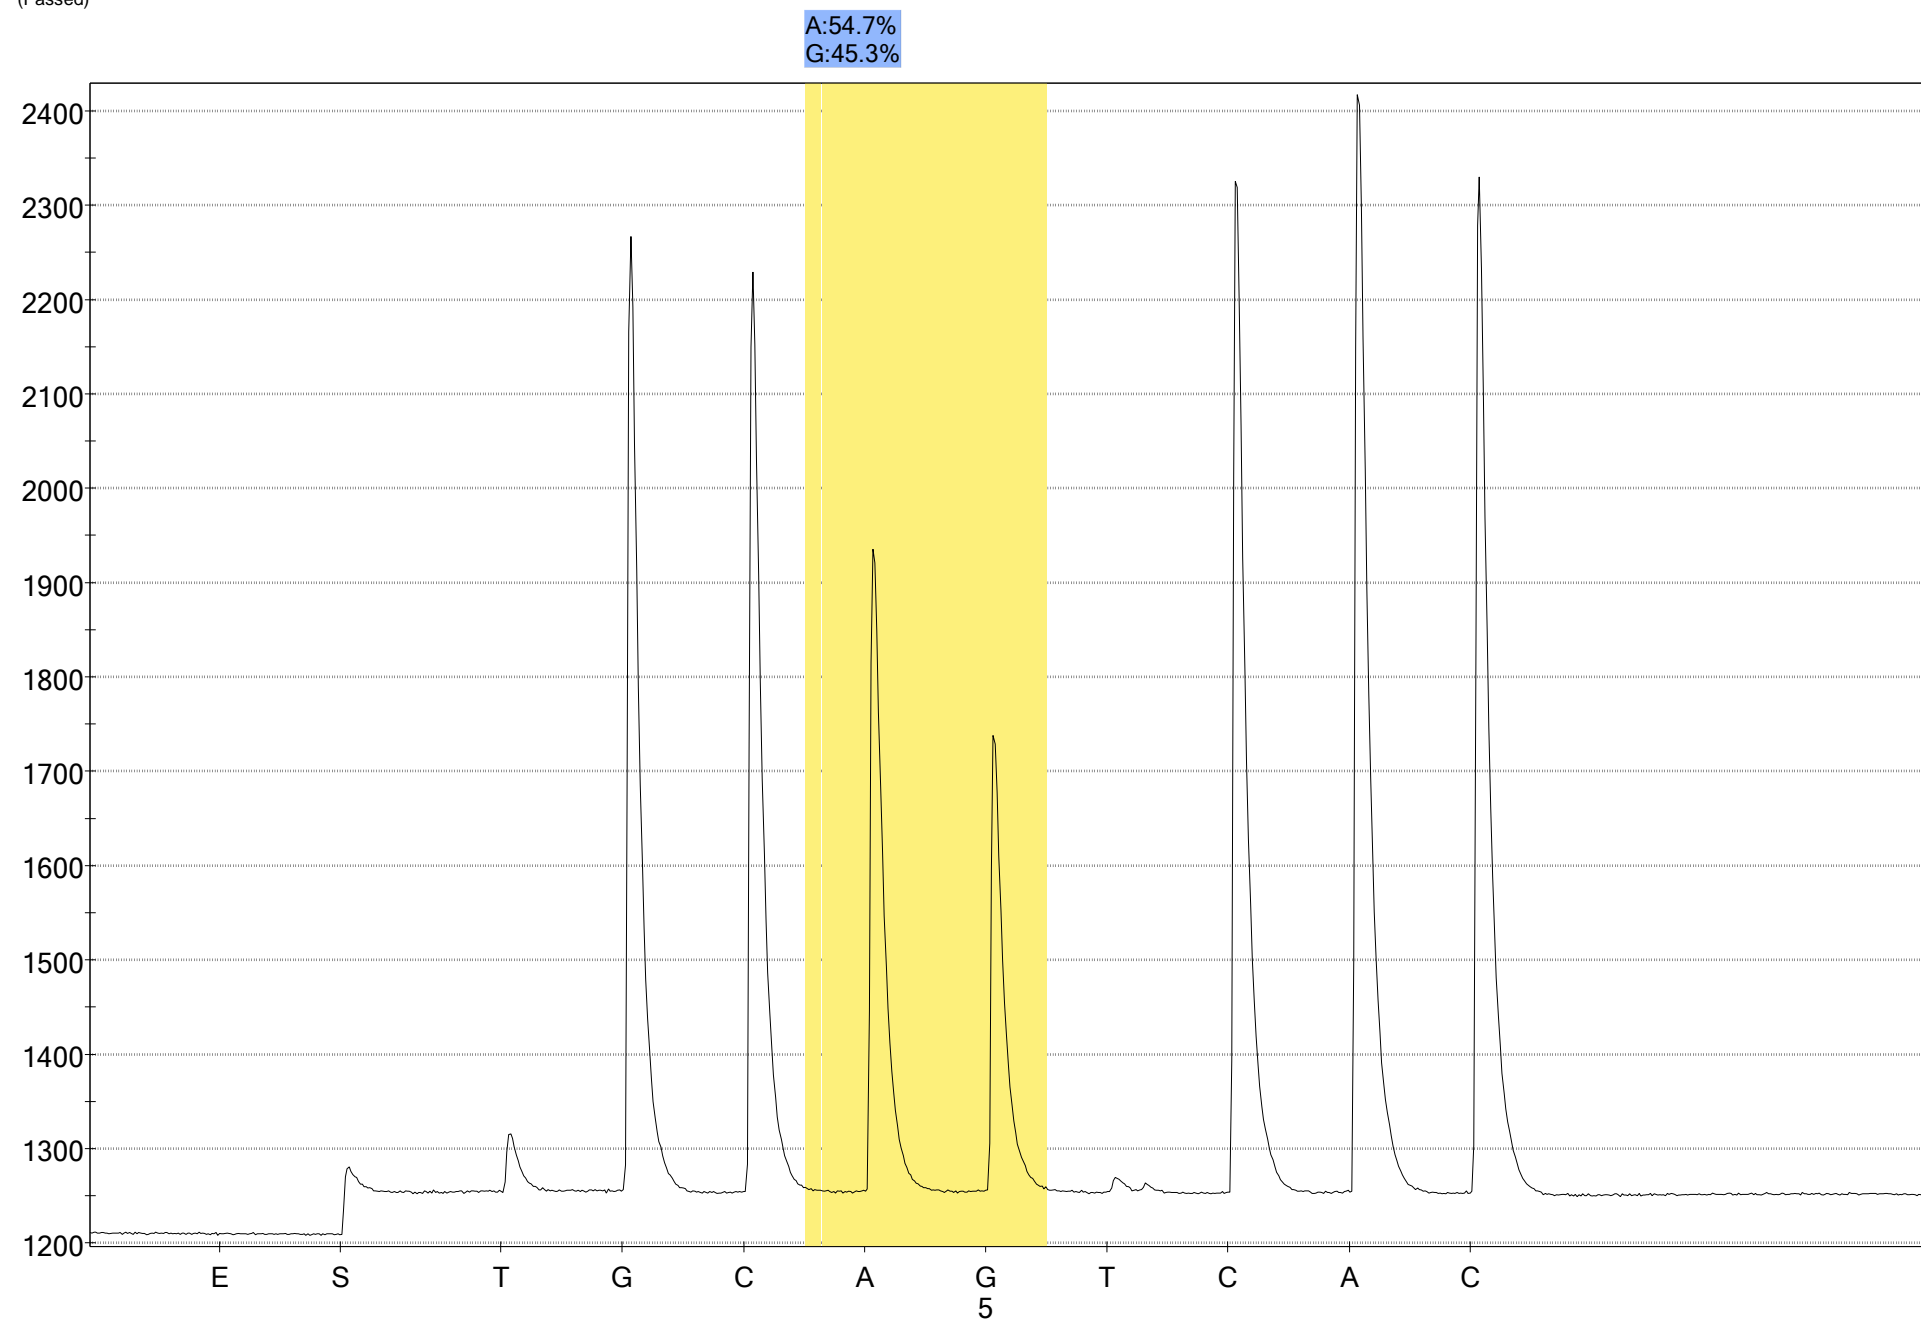

dna - Well H5  
Entry: Rhbd13  
3: A: 54.8% / G: 45.2%  
(Passed)

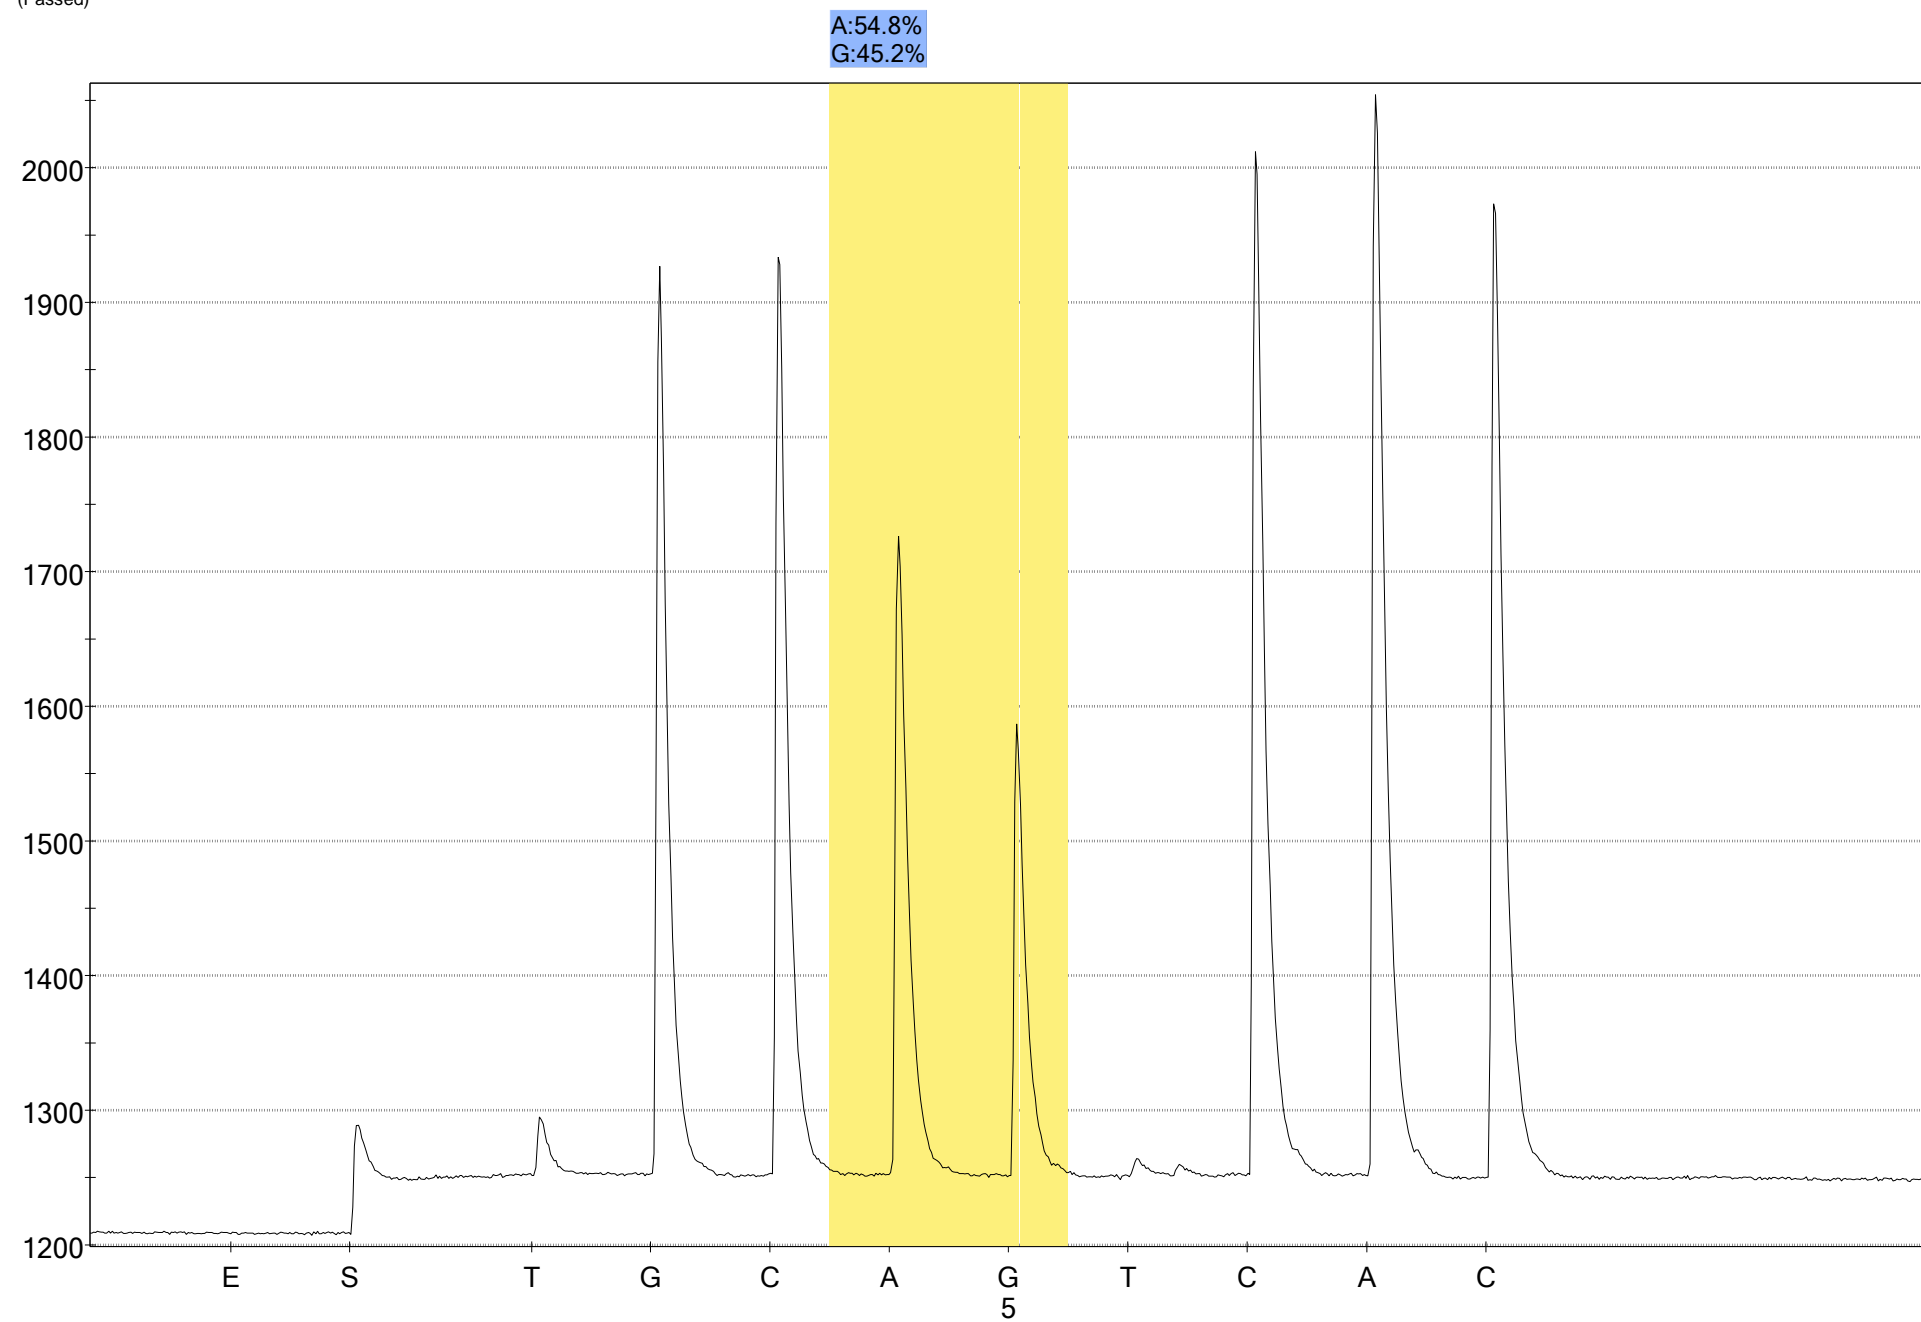

dna - Well H11  
Entry: Rhbd13  
3: A: 51.3% / G: 48.7%  
(Passed)

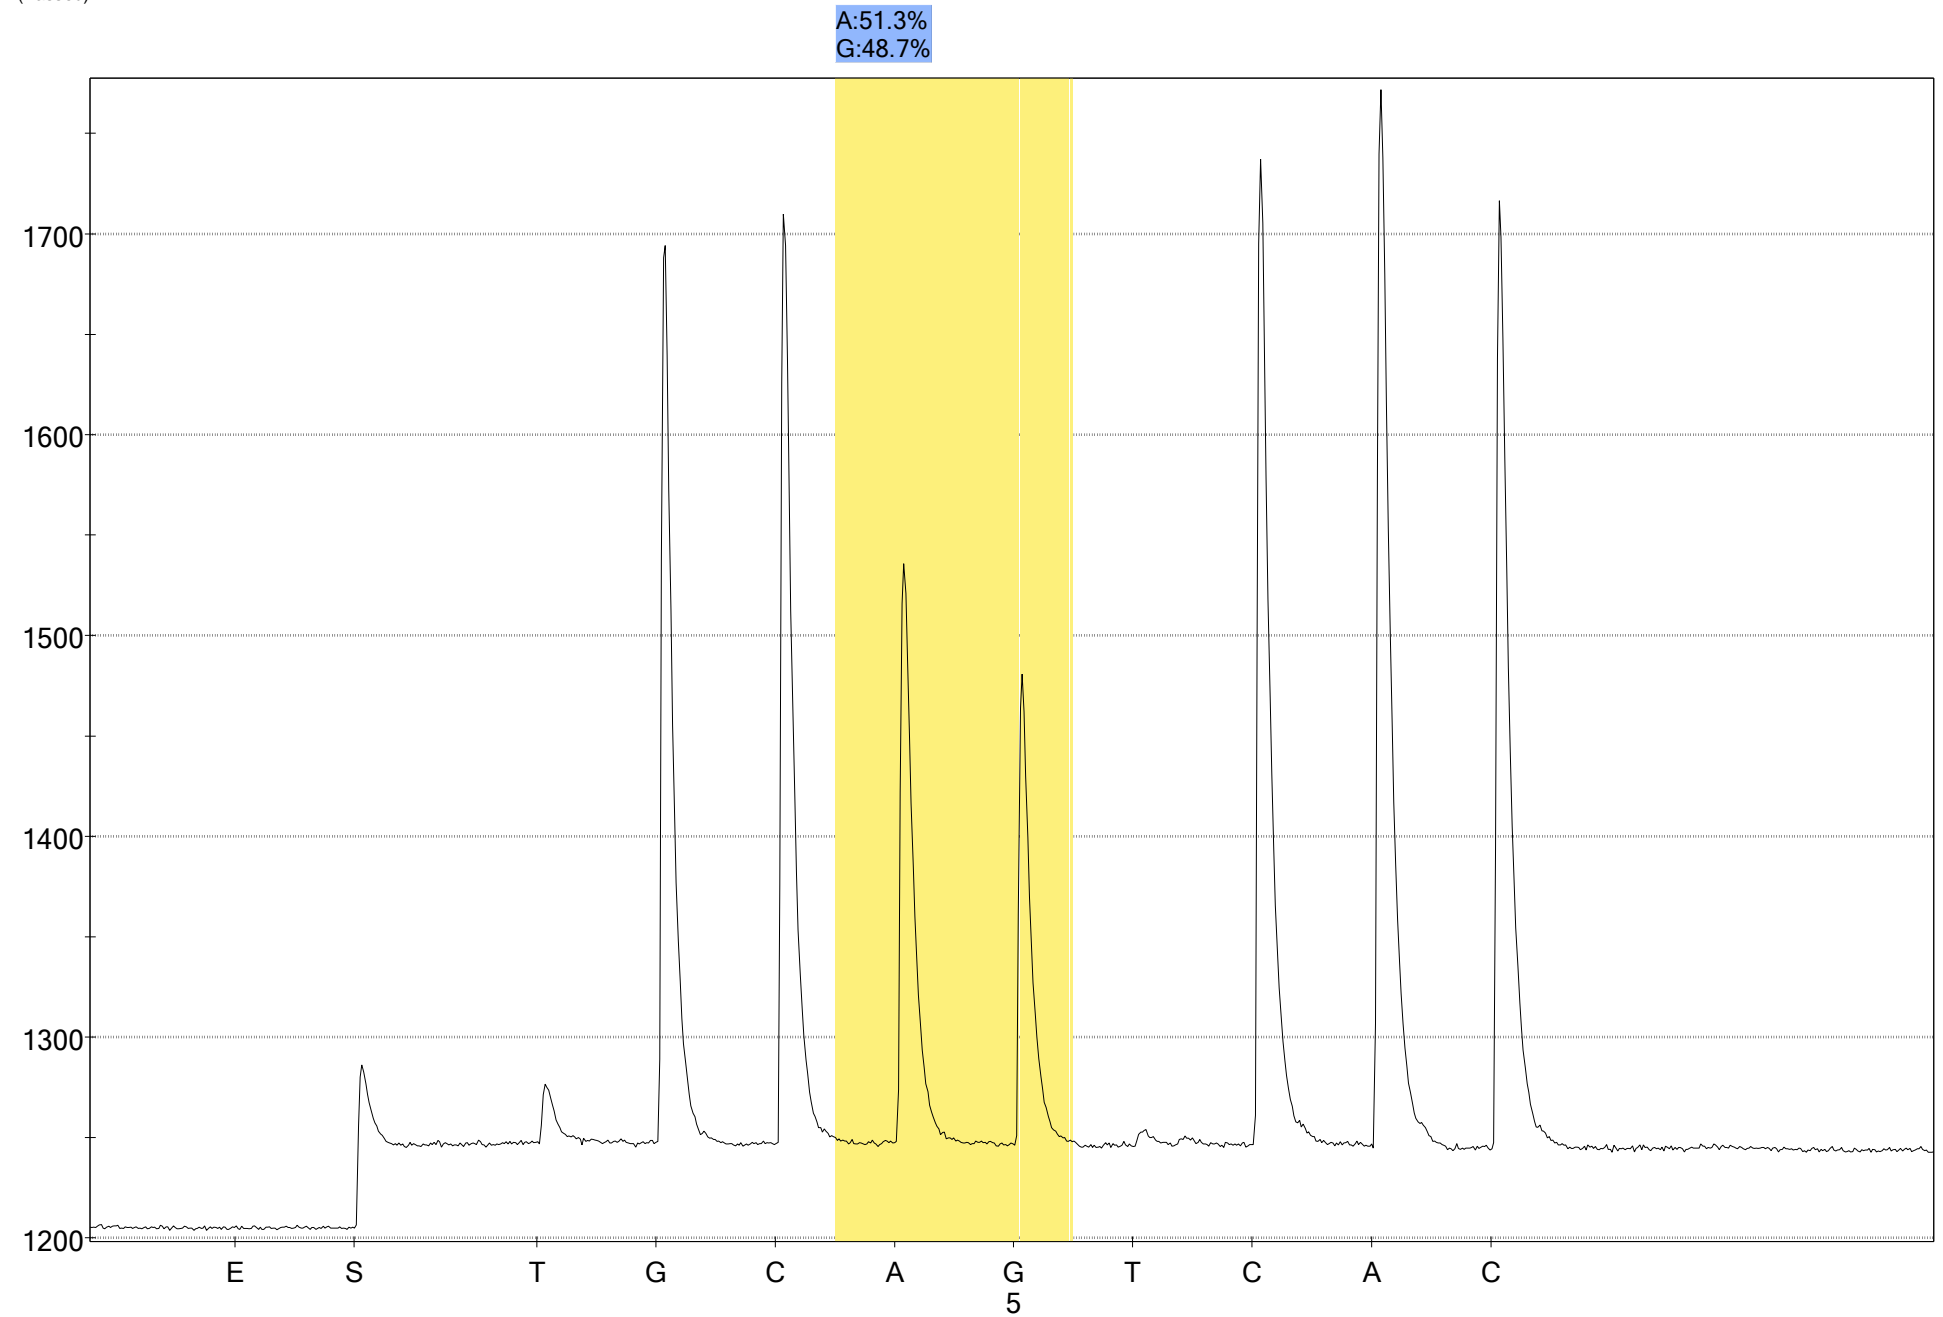

10 uL universal (141+157) - Well A2  
Entry: Bcl2l1  
1: C: 24.6% / T: 75.4%  
(Passed)

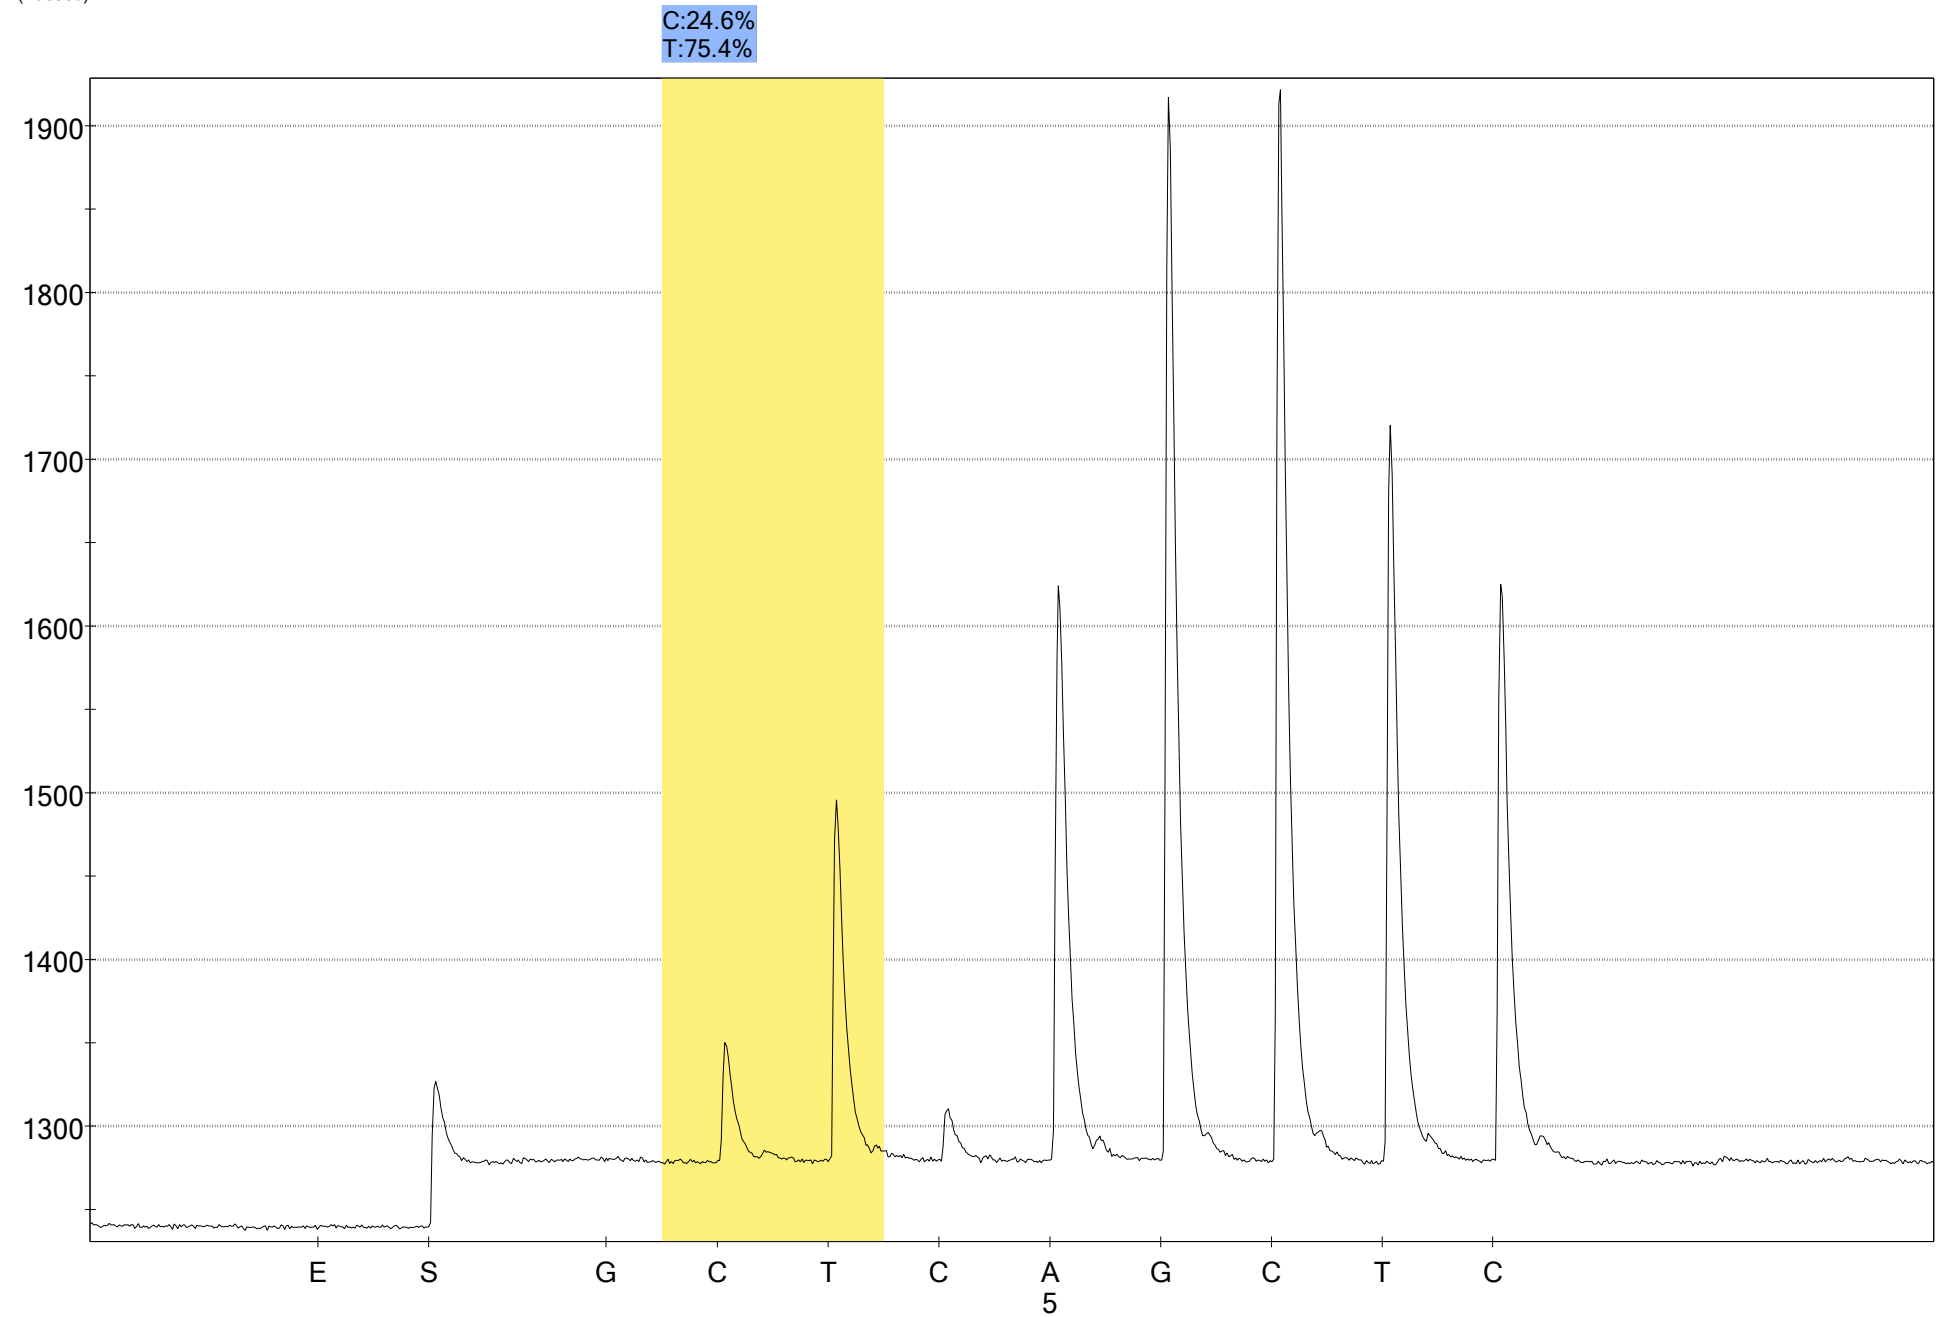

10 uL universal (141+157) - Well A8  
Entry: Bcl2l1  
1: C: 49.5% / T: 50.5%  
(Passed)

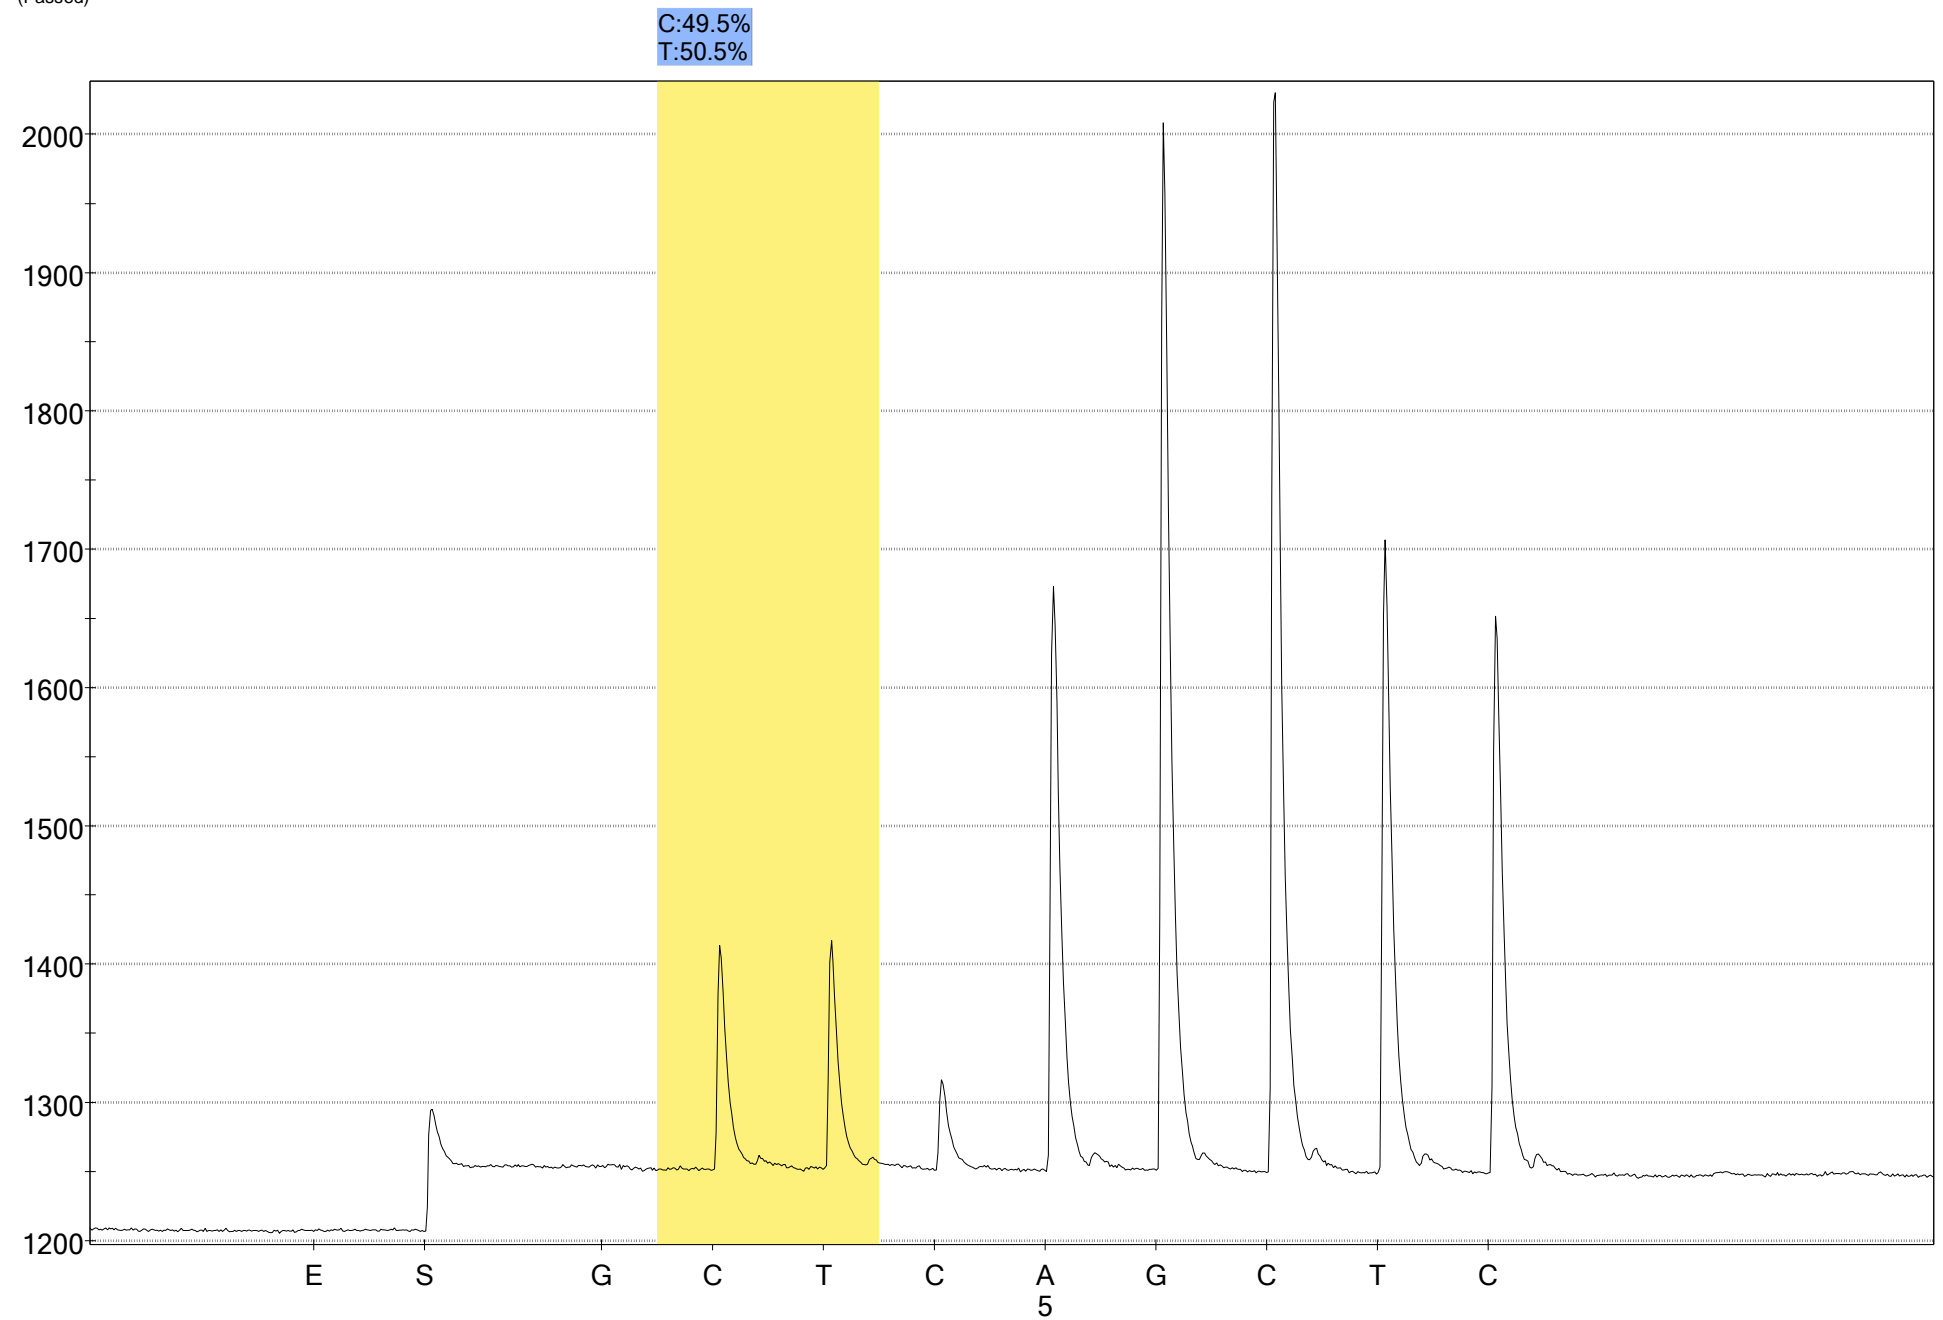

145 - Well A2  
Entry: Bcl2H1  
1: C: 27.9% / T: 72.1%  
(Passed)

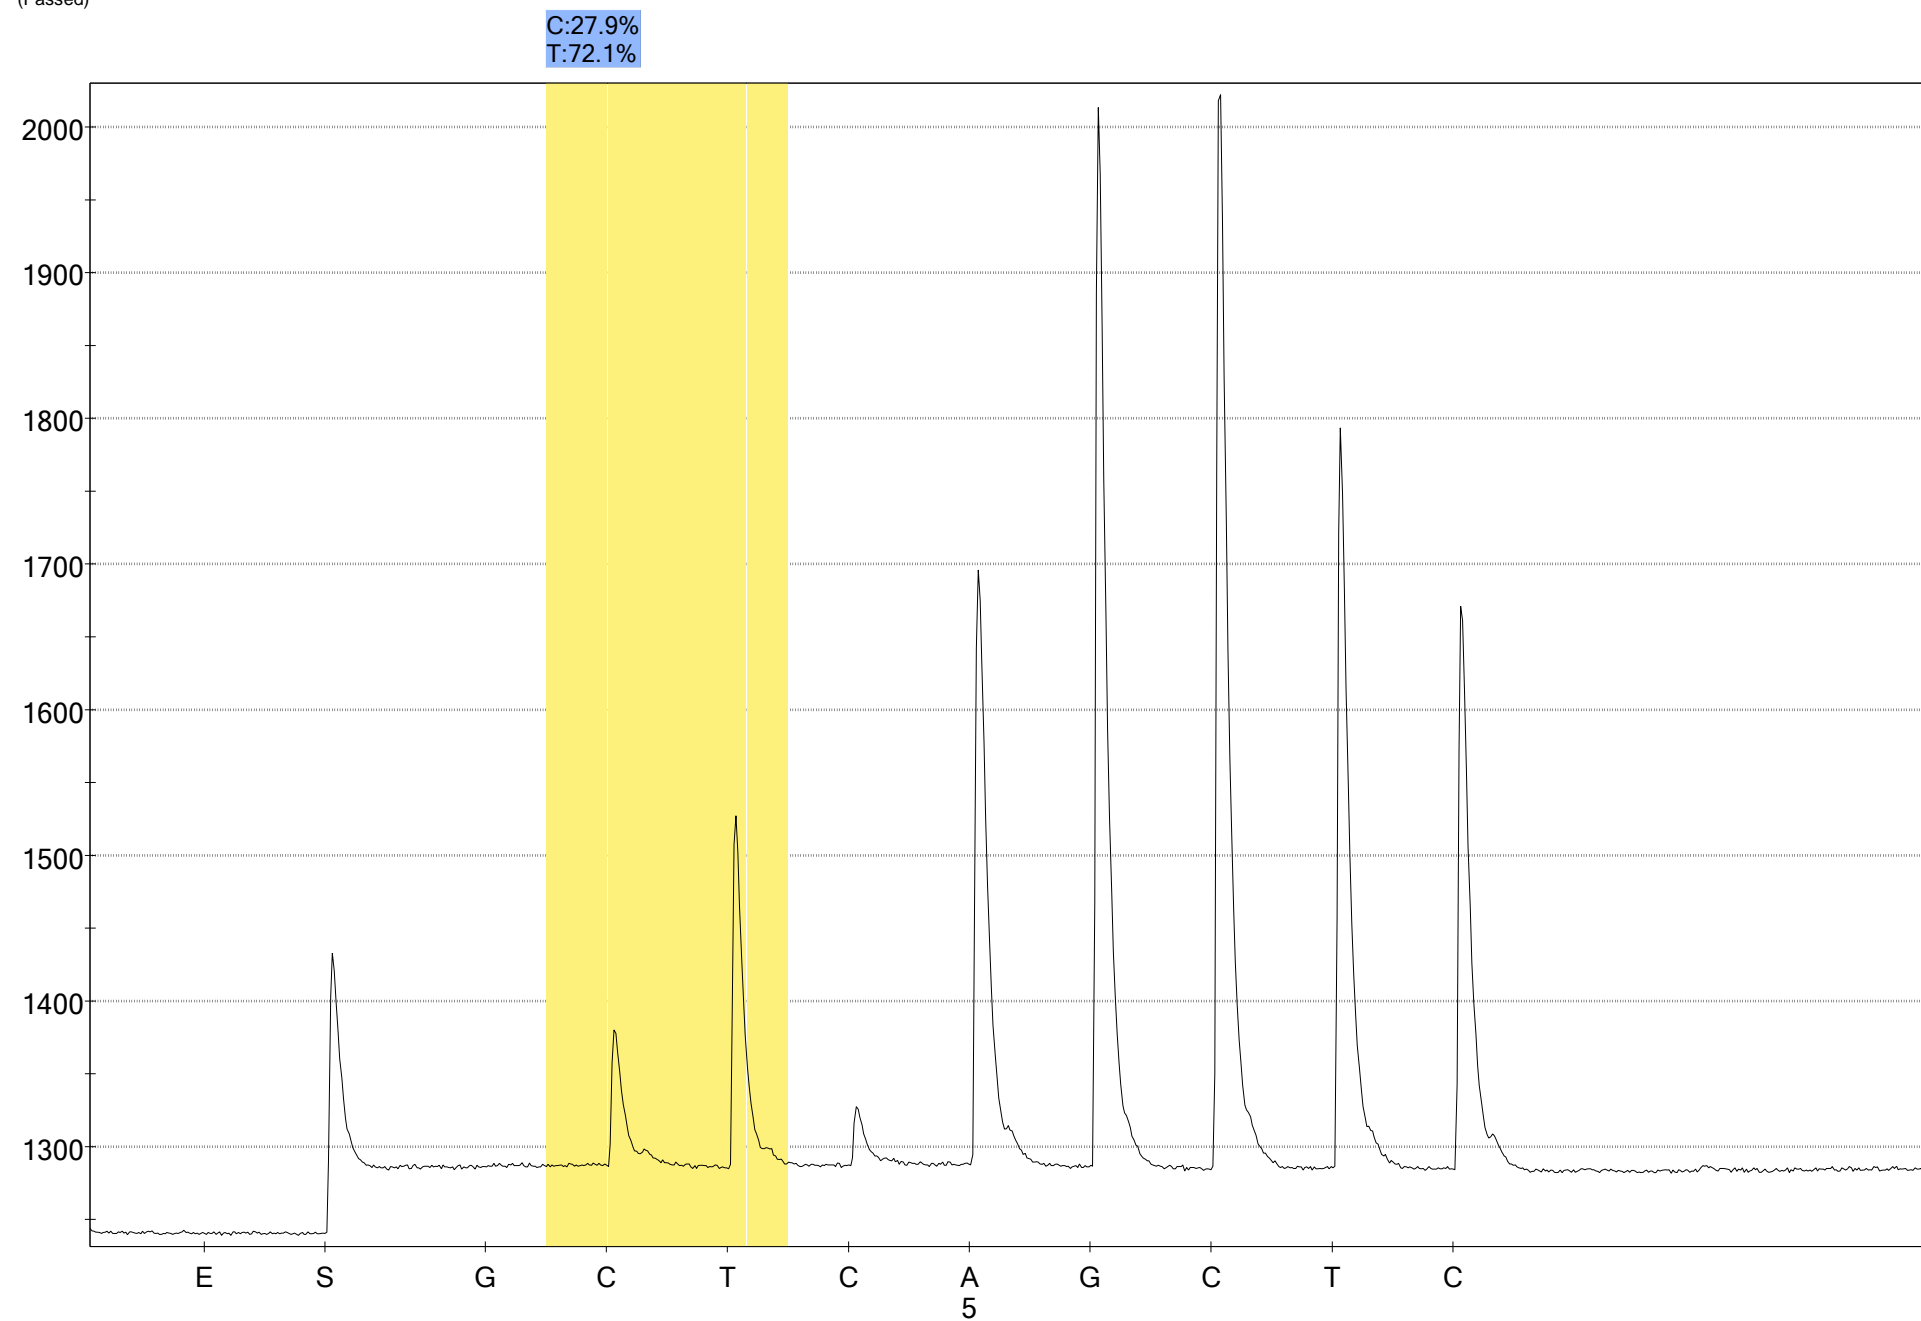

dna - Well A2  
Entry: Bcl2H1  
1: C: 41.6% / T: 58.4%  
(Passed)

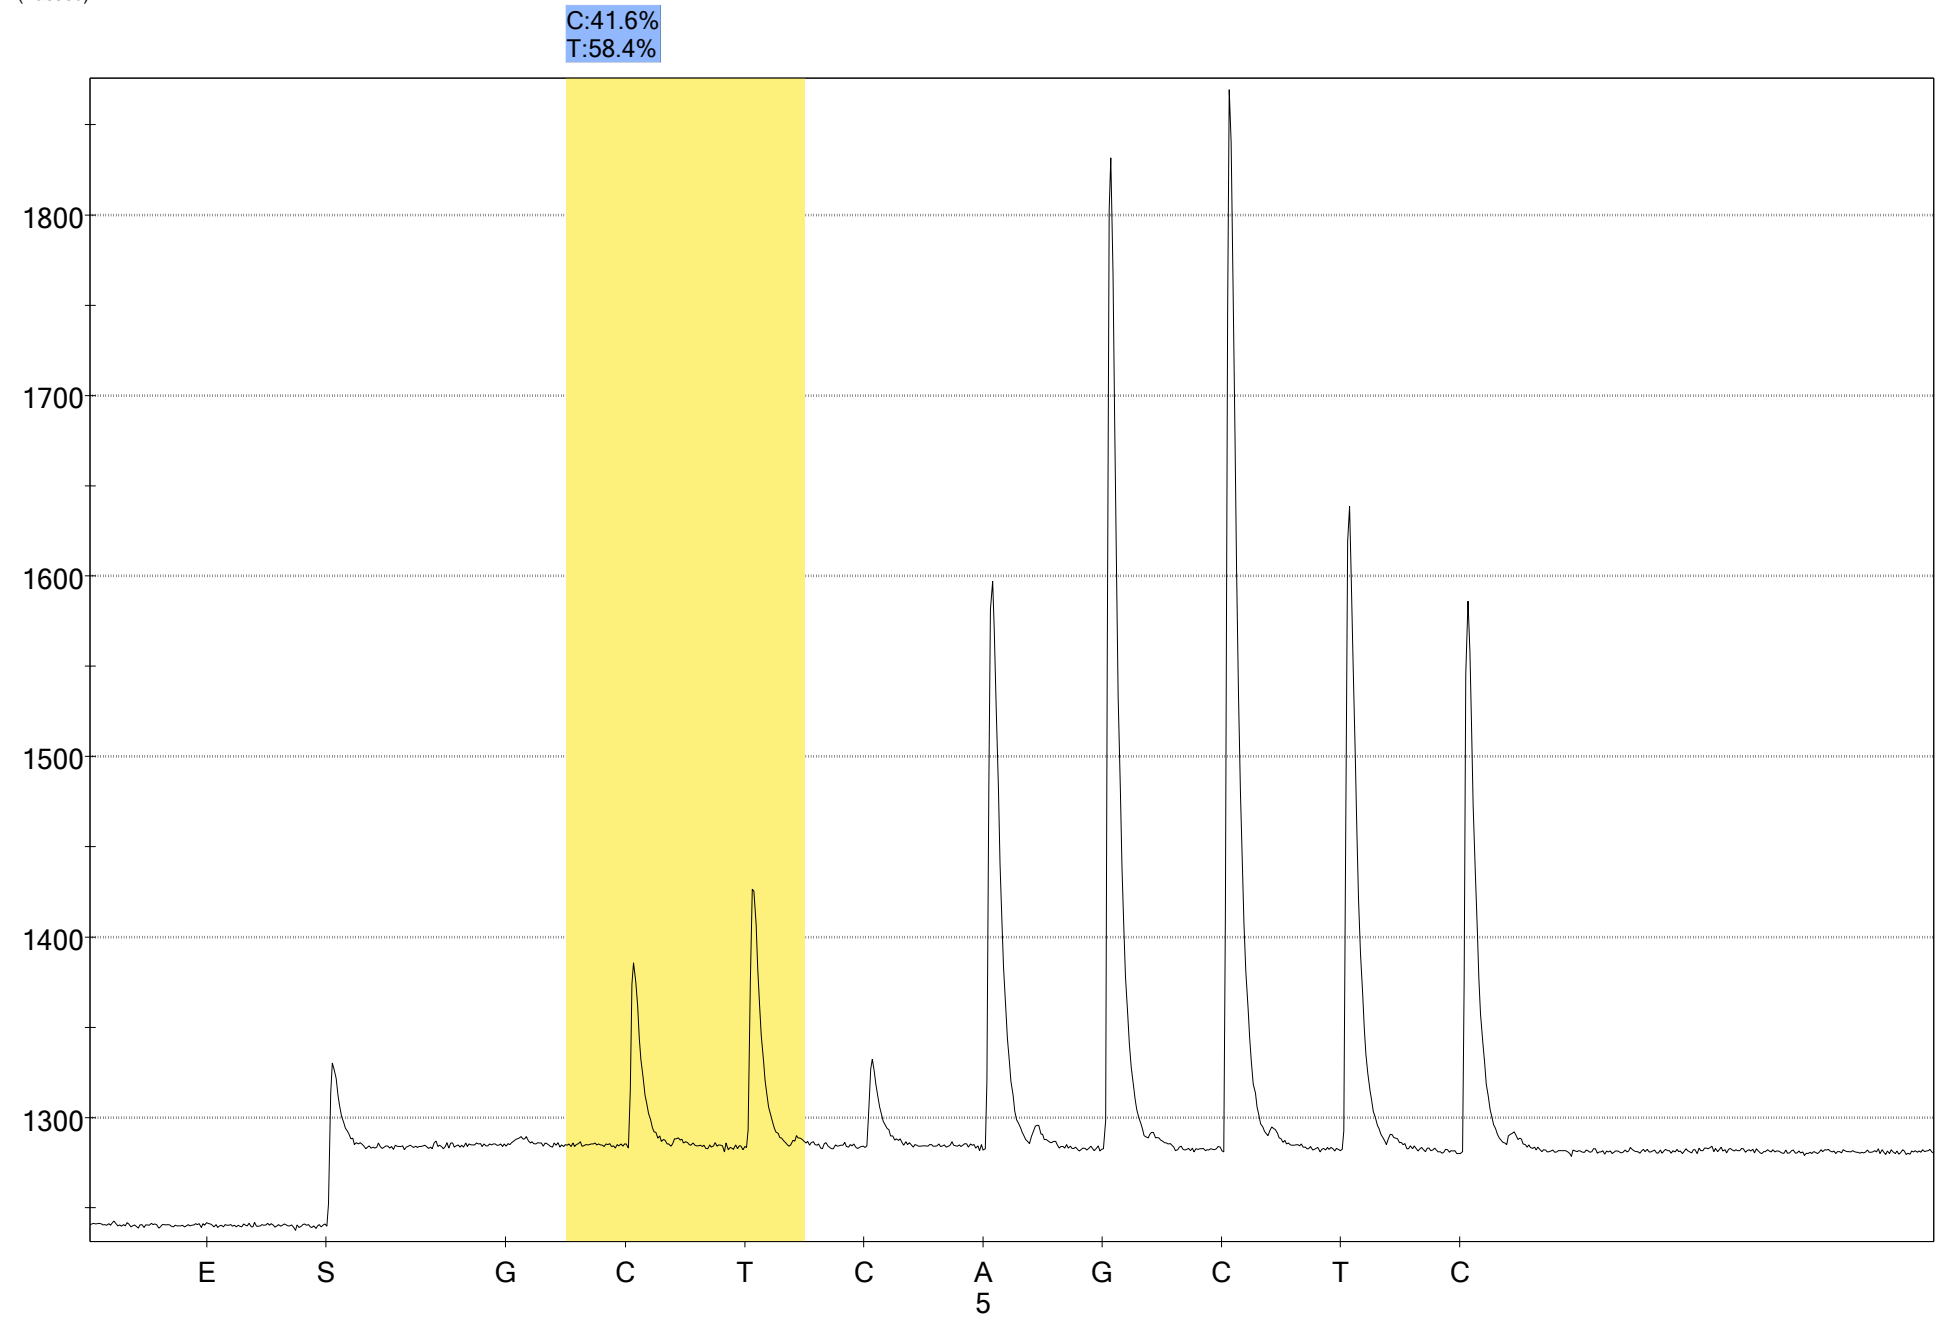

dna - Well A8  
Entry: Bcl211  
1: C: 42.9% / T: 57.1%  
(Passed)

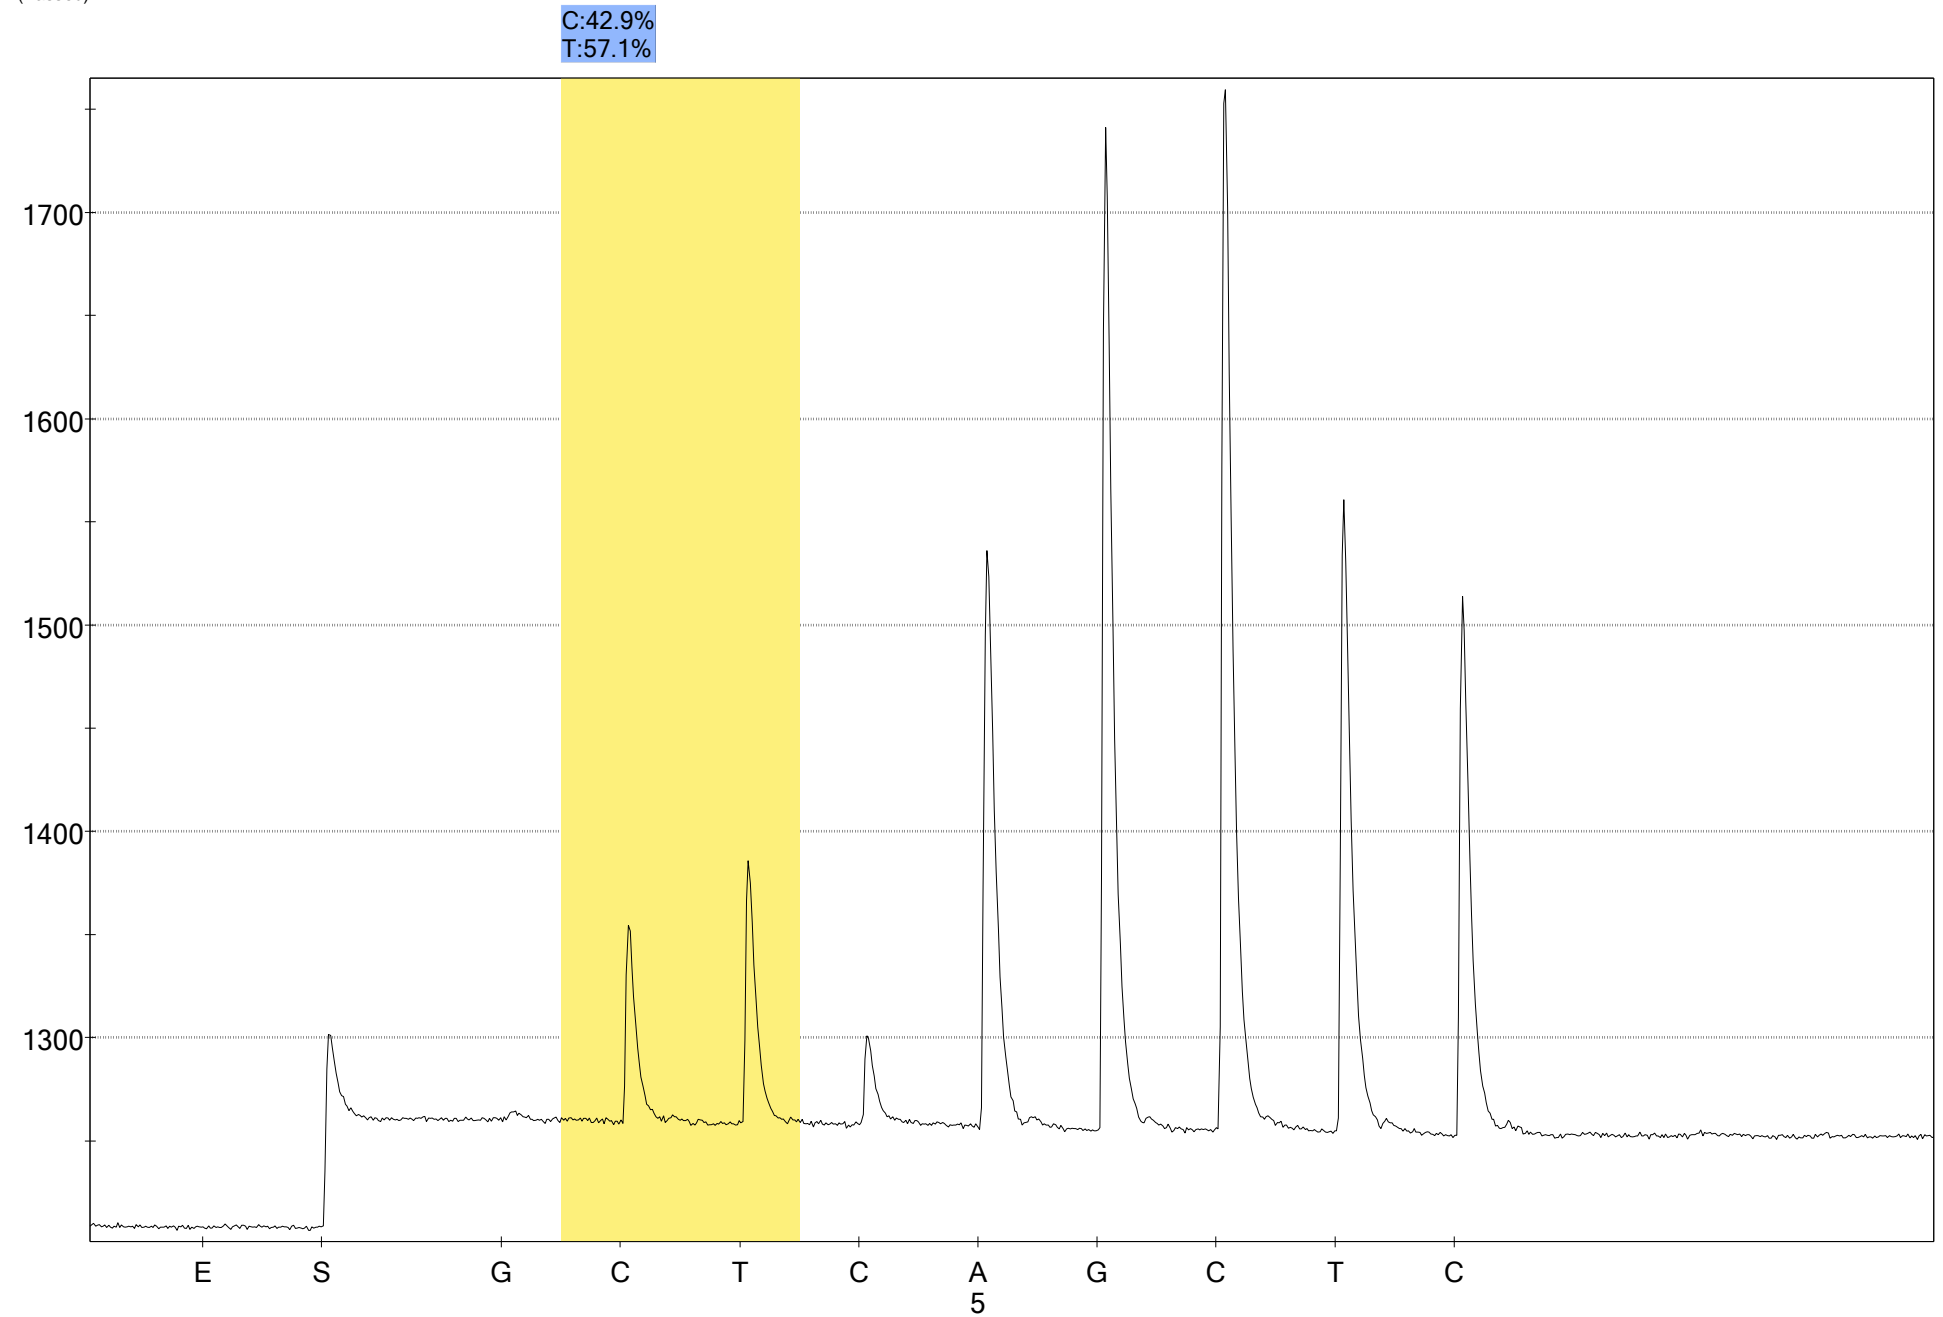

10 uL universal (141+157) - Well B5  
Entry: Nsg1  
3: C: 41.1% / T: 58.9%  
(Passed)

C:41.1%  
T:58.9%

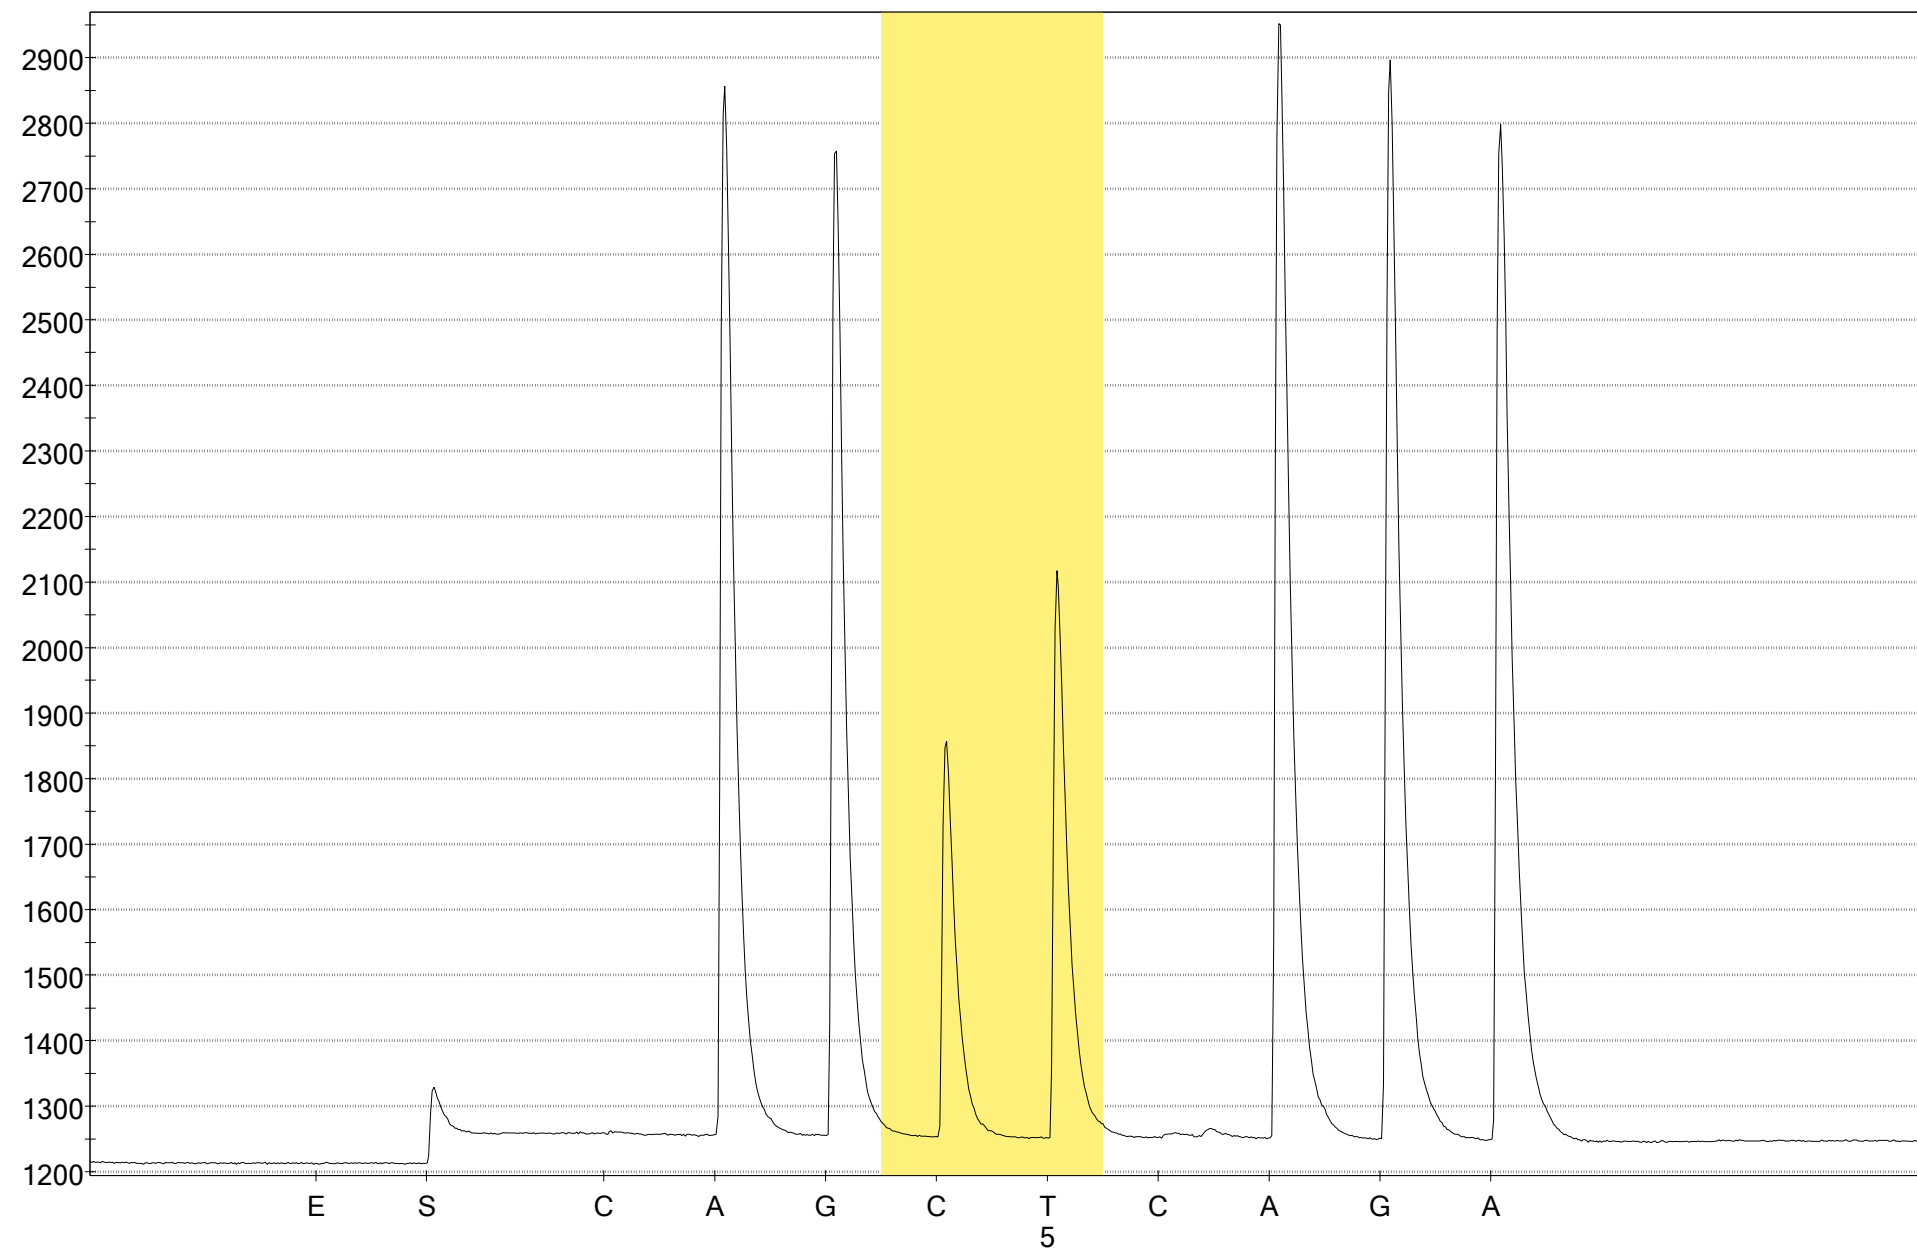

10 uL universal (141+157) - Well B11

Entry: Nsg1

3: C: 41.3% / T: 58.7%

(Passed)

C:41.3%  
T:58.7%

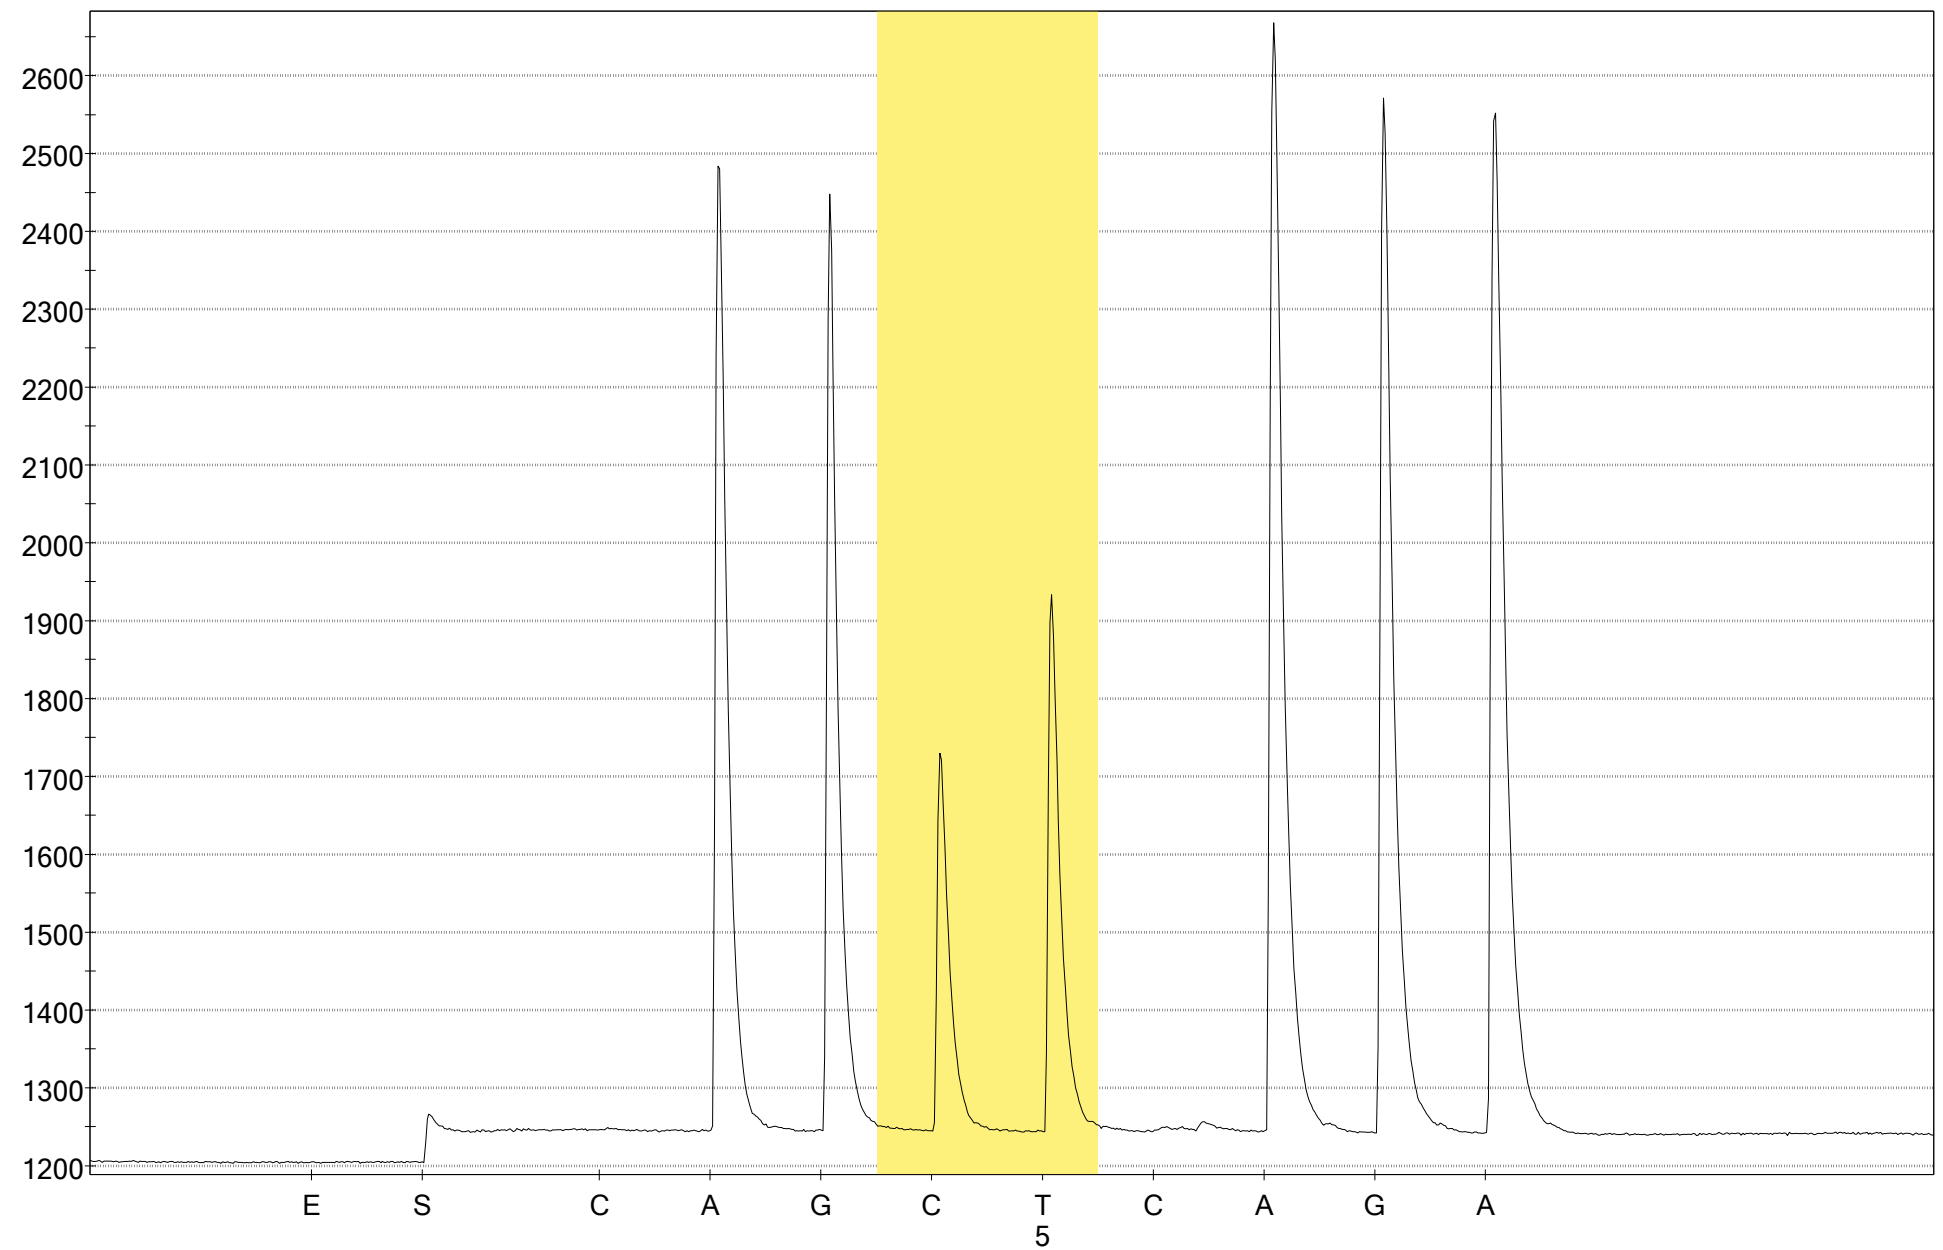

145 - Well B5  
Entry: Nsg1  
3: C: 41.6% / T: 58.4%  
(Passed)

C:41.6%  
T:58.4%

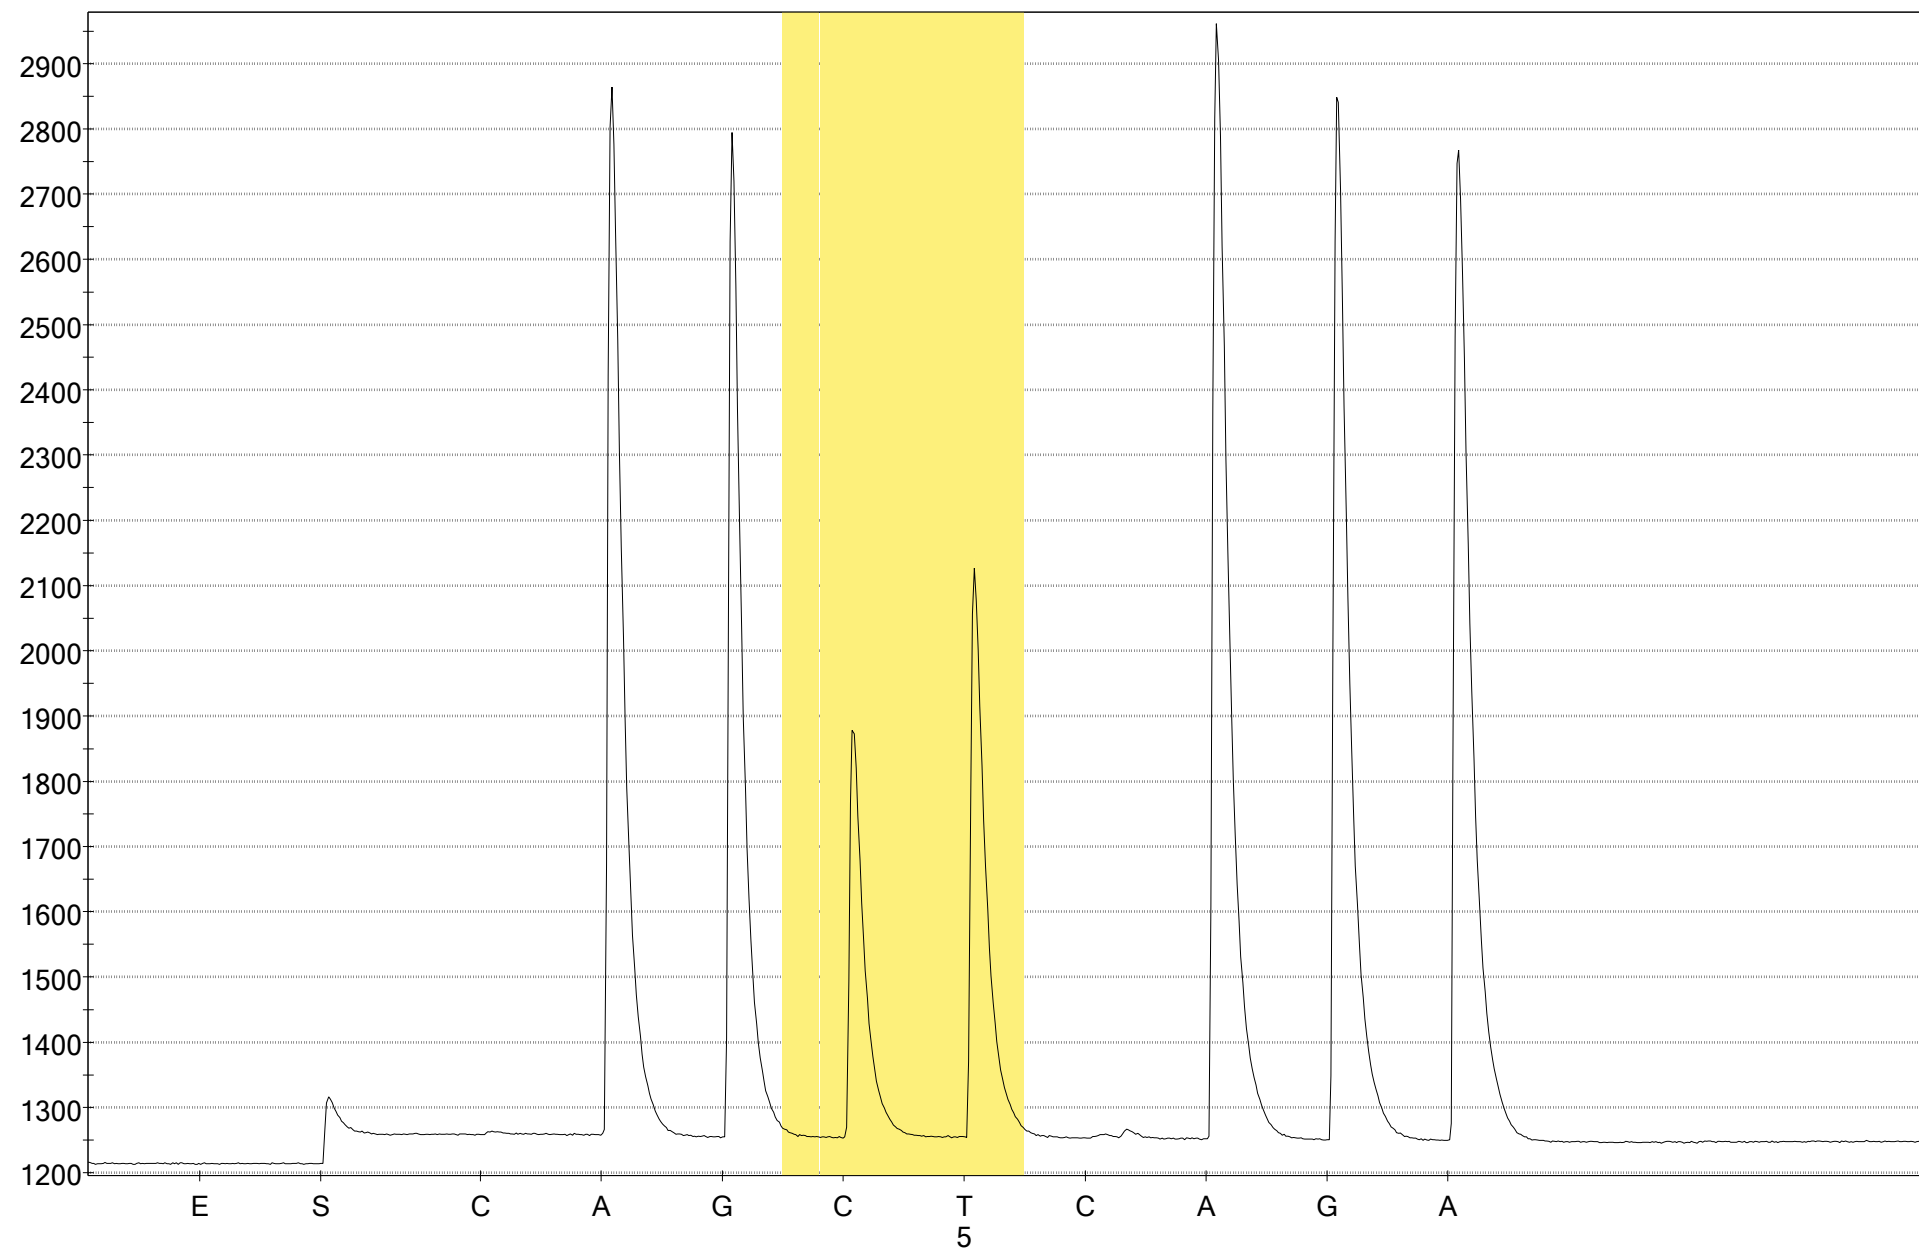

dna - Well B5  
Entry: Nsg1  
3: C: 49.6% / T: 50.4%  
(Passed)

C:49.6%  
T:50.4%

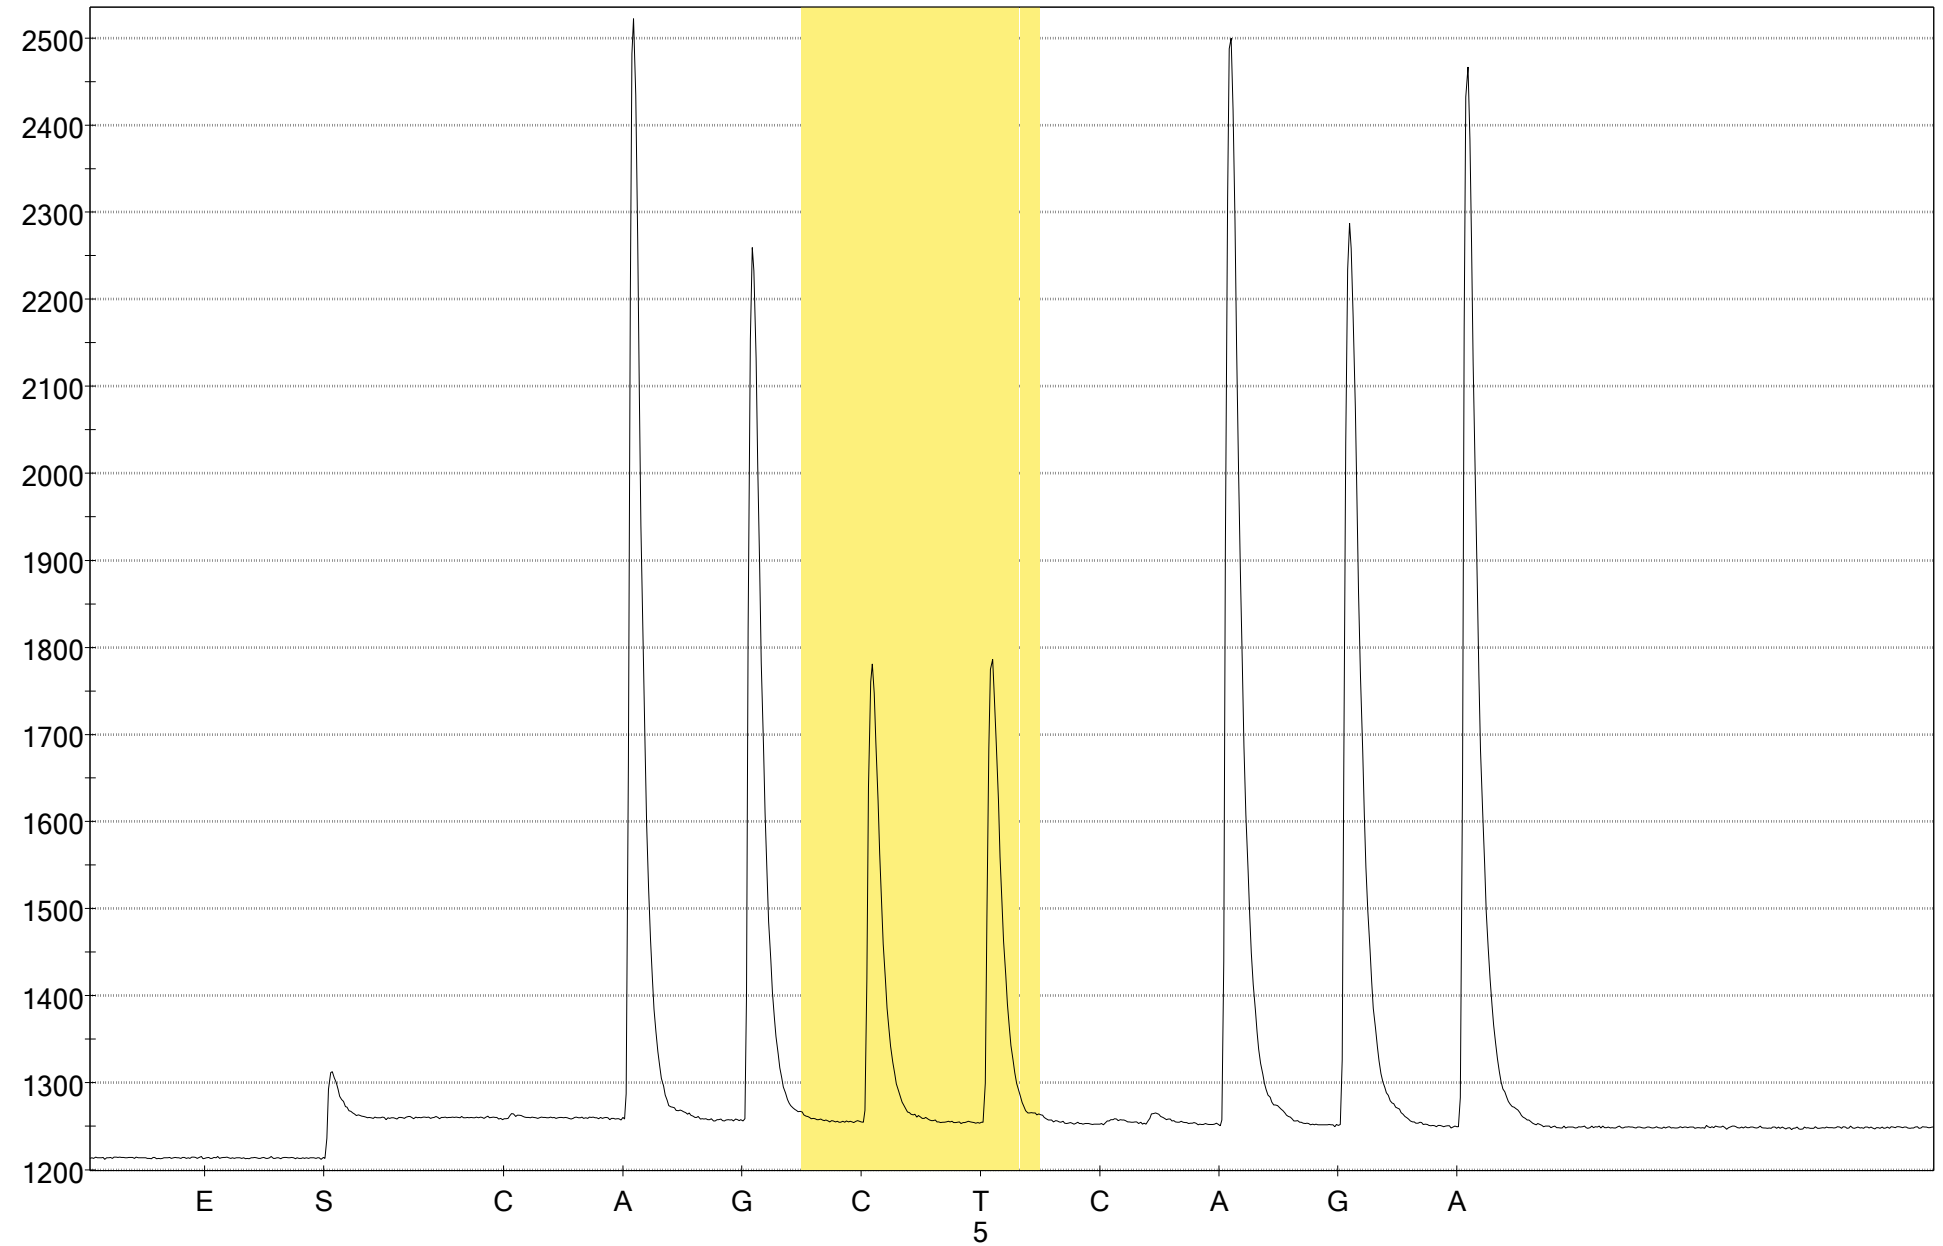

dna - Well B11  
Entry: Nsg1  
3: C: 51.1% / T: 48.9%  
(Passed)

C:51.1%  
T:48.9%

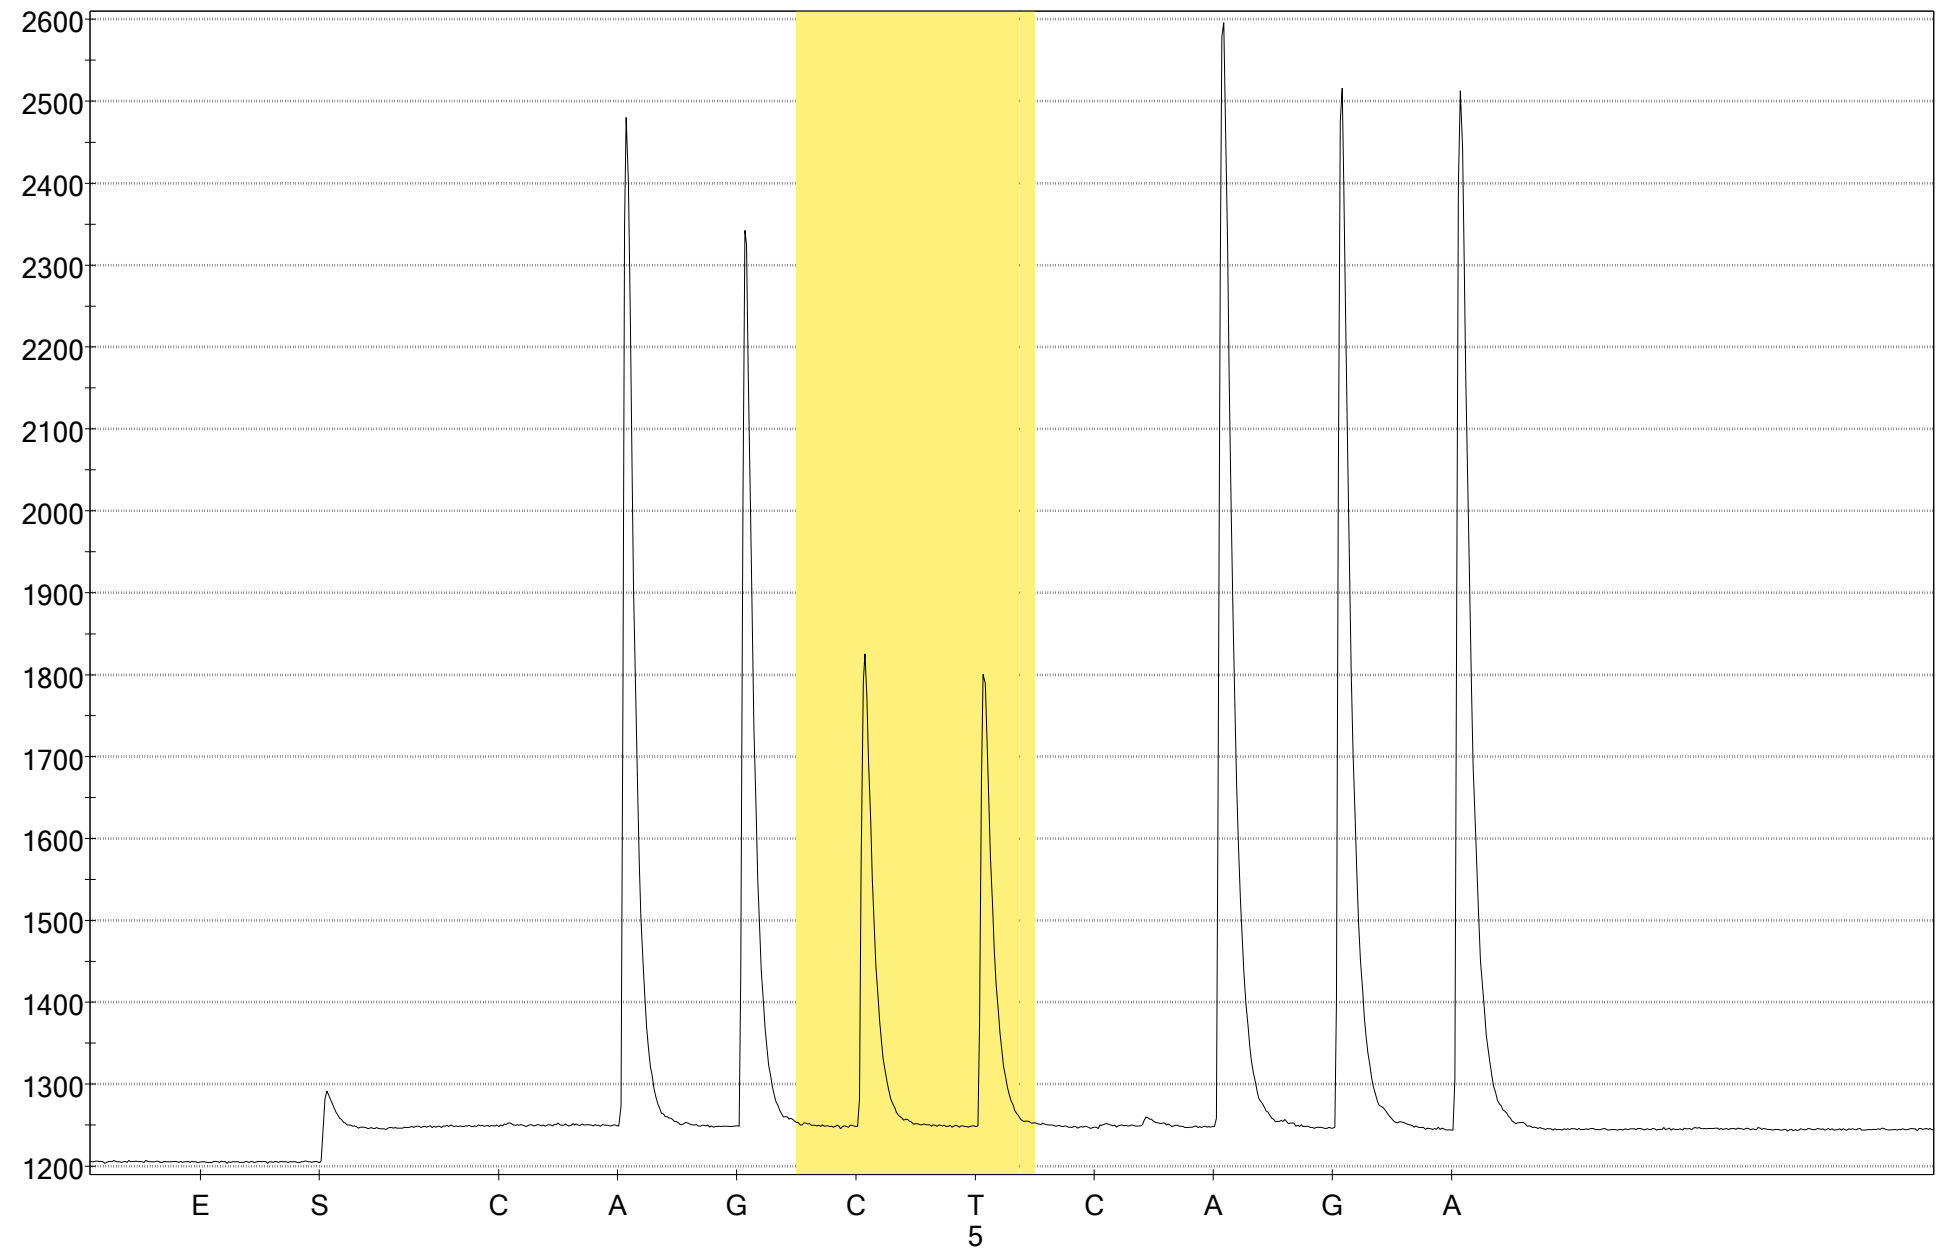

10 uL universal (141+157) - Well F4  
Entry: Malat1  
4: T: 44.7% / C: 55.3%  
(Passed)

T:44.7%  
C:55.3%

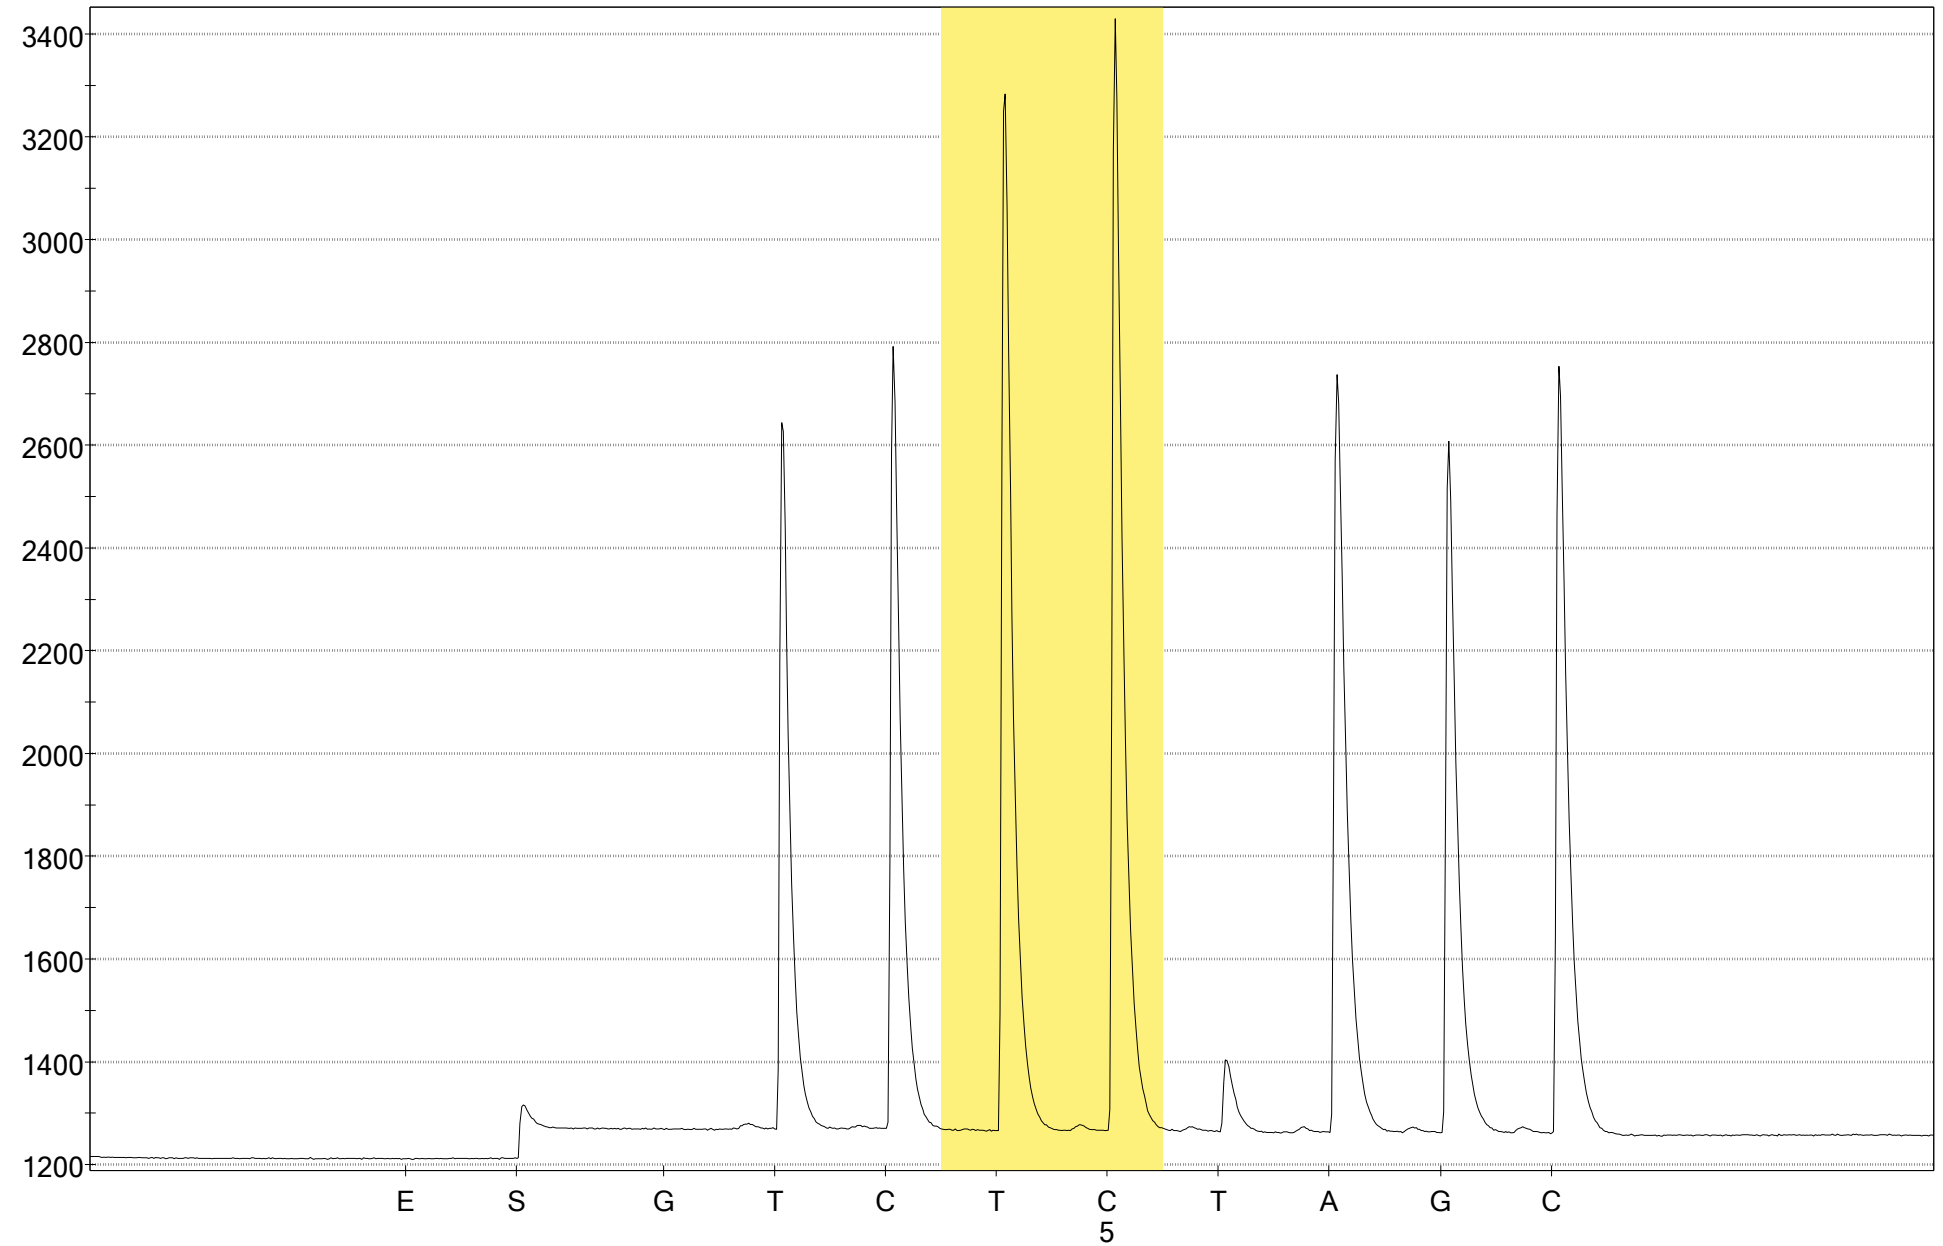

10 uL universal (141+157) - Well F10  
Entry: Malat1  
4: T: 48.7% / C: 51.3%  
(Passed)

T:48.7%  
C:51.3%

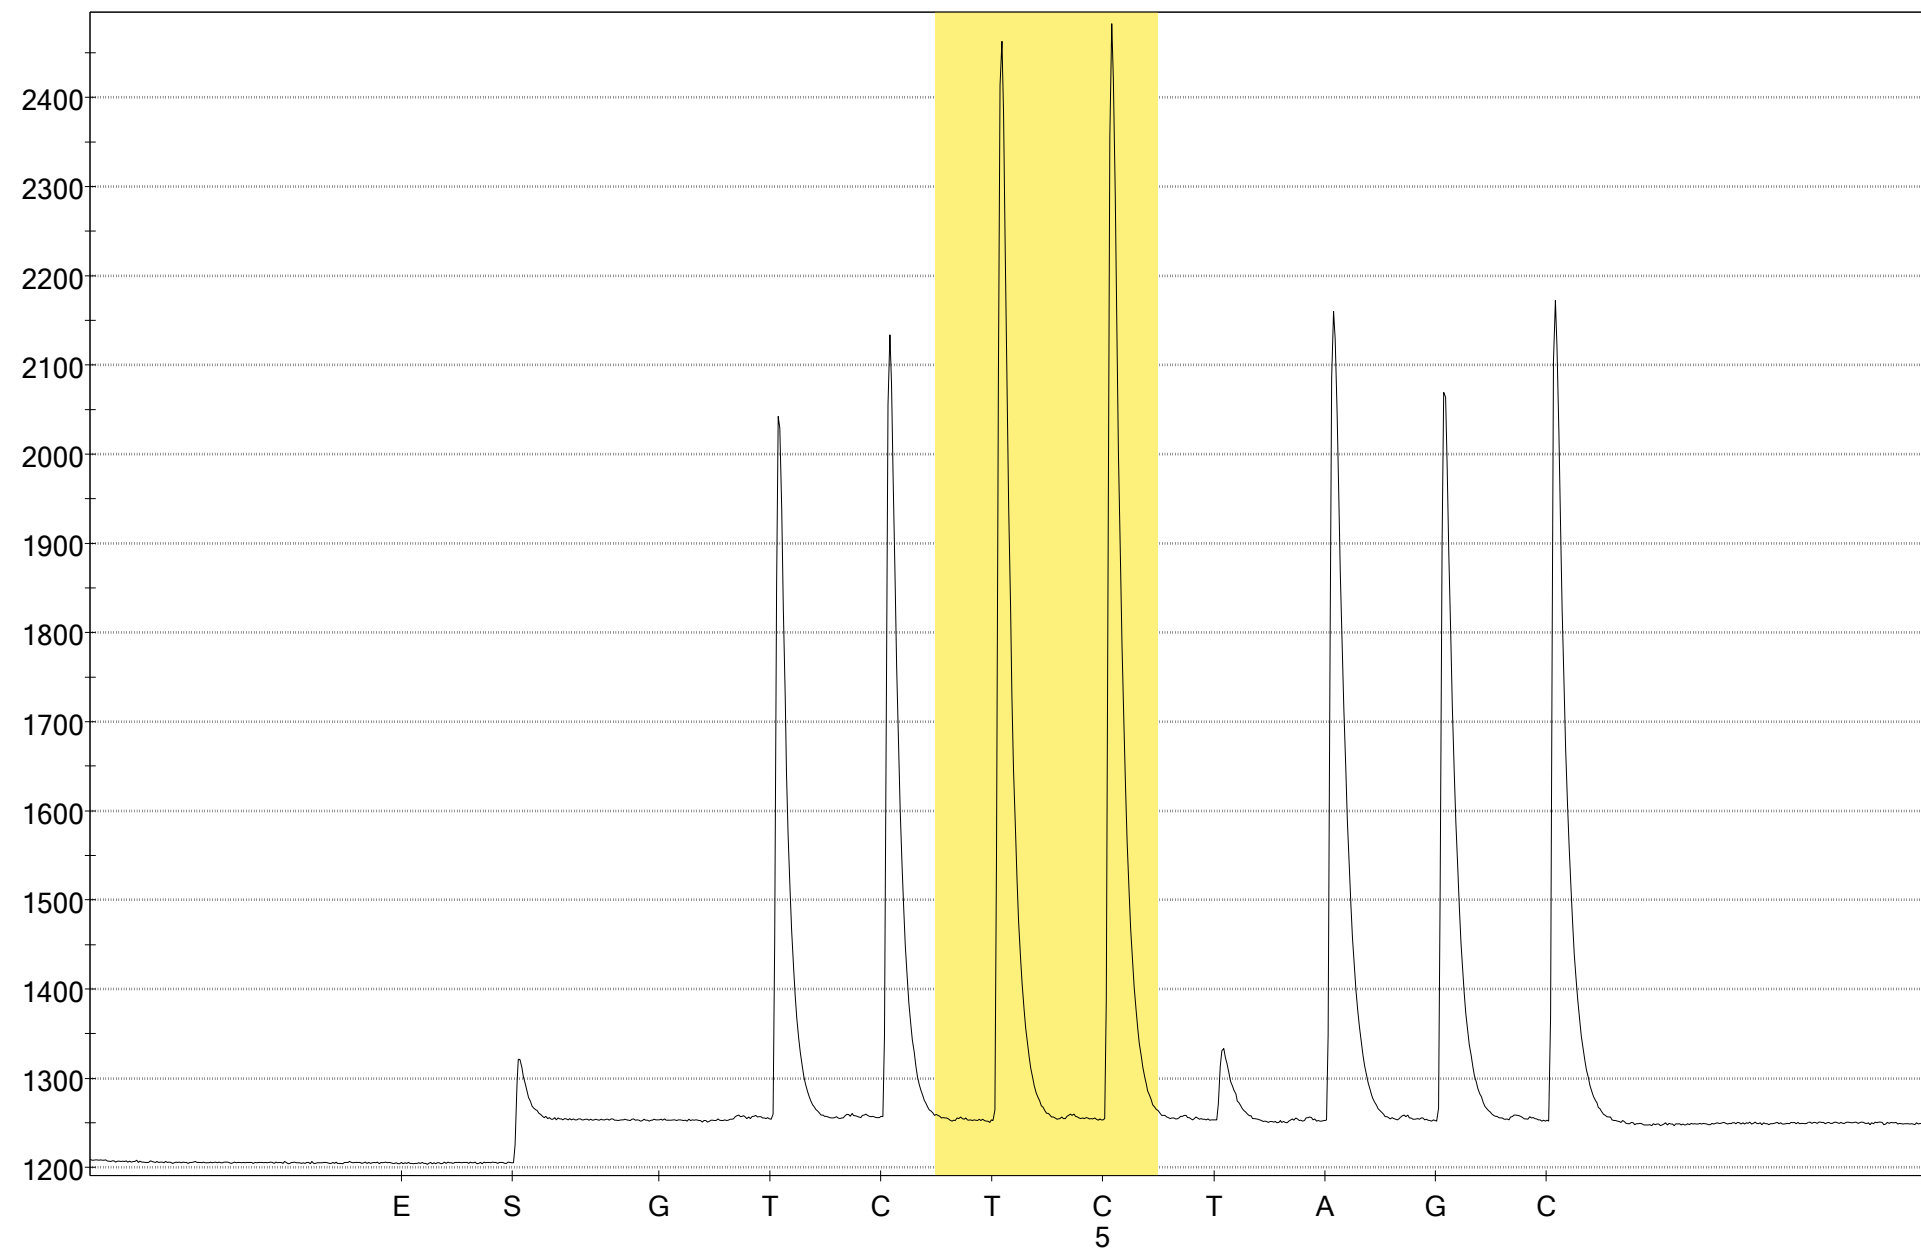

145 - Well F4  
Entry: Malat1  
4: T: 44.1% / C: 55.9%  
(Passed)

T:44.1%  
C:55.9%

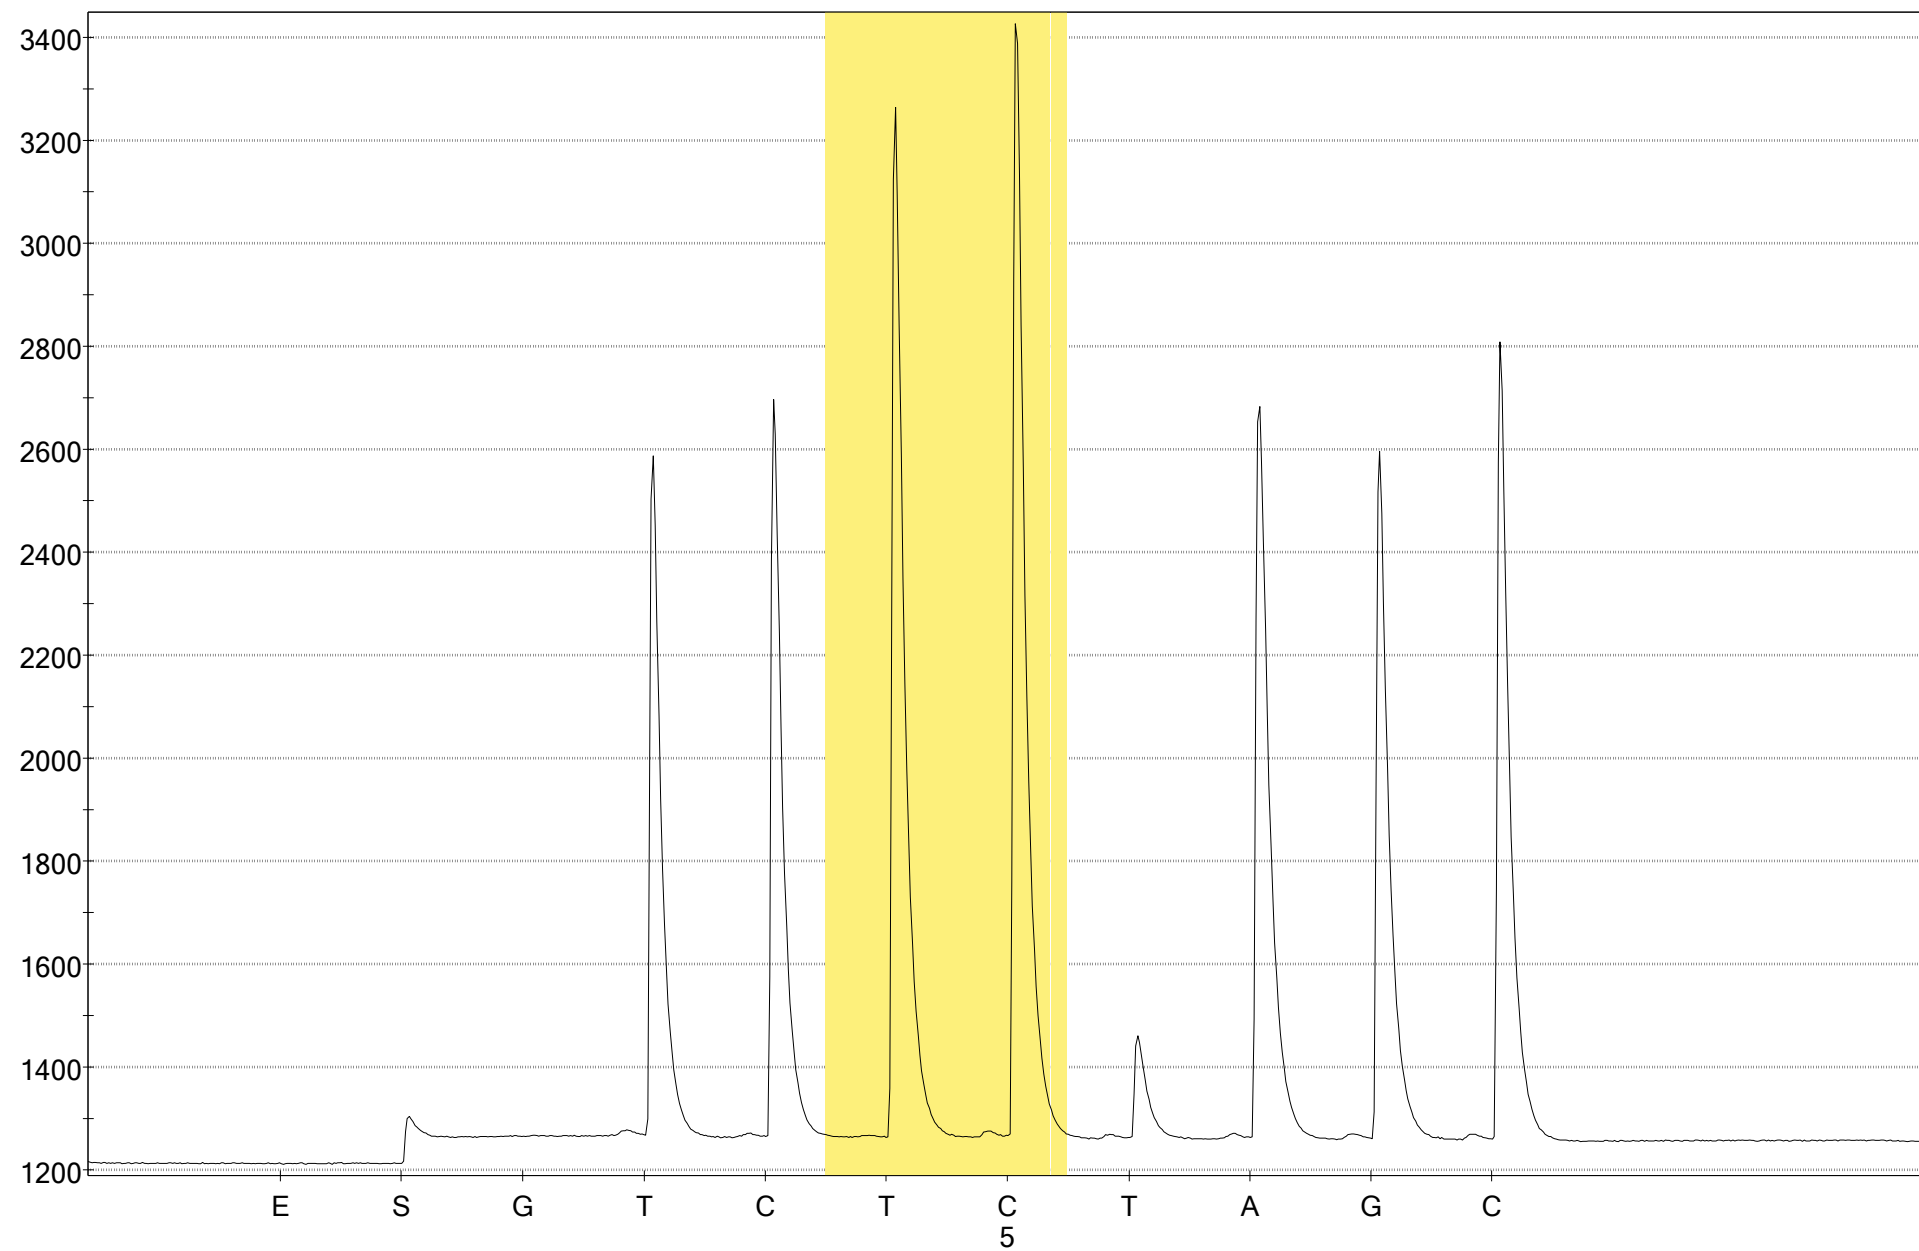

dna - Well F4  
Entry: Malat1  
4: T: 43.9% / C: 56.1%  
(Passed)

T:43.9%  
C:56.1%

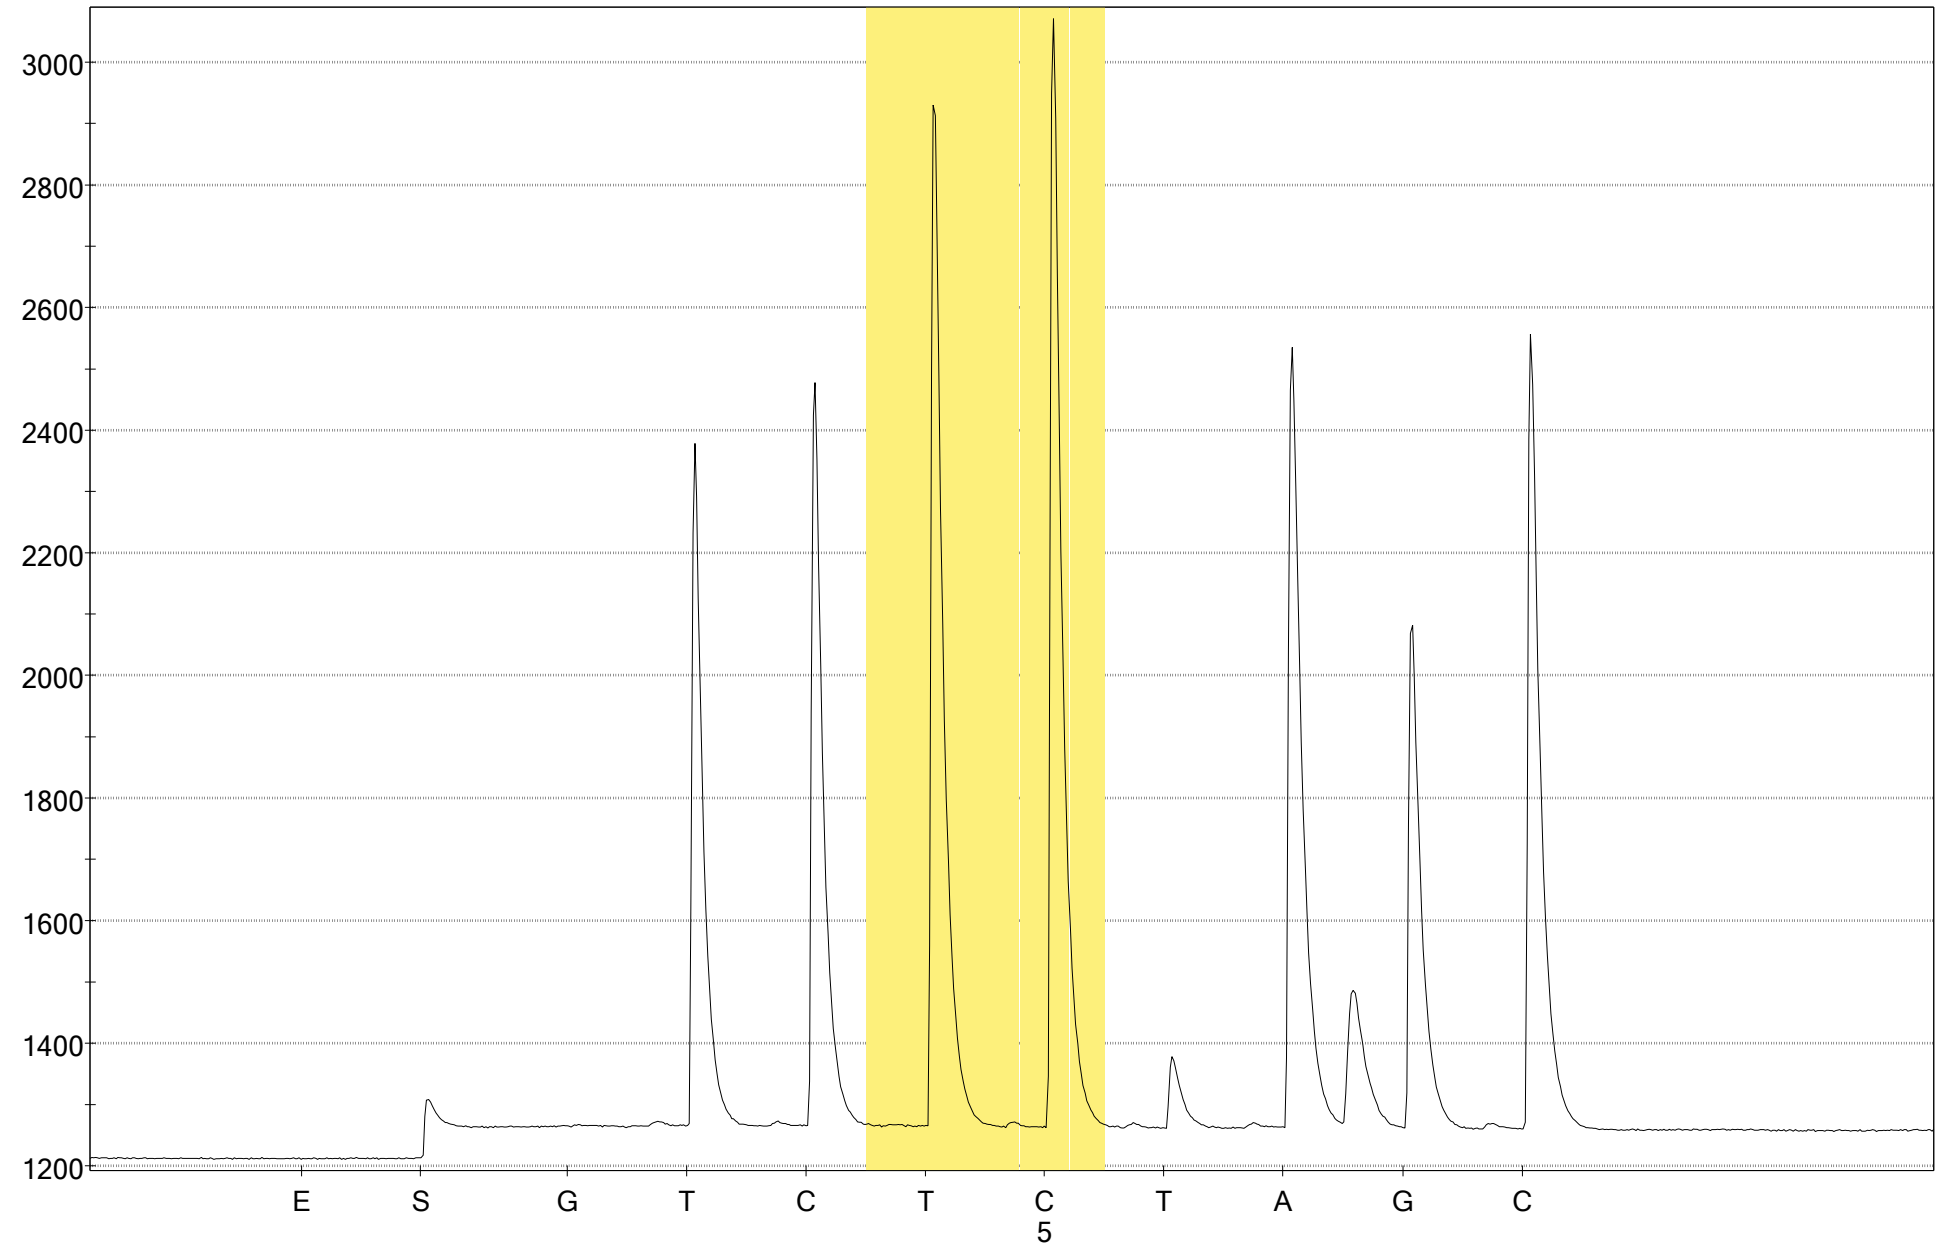

dna - Well F10  
Entry: Malat1  
4: T: 48.7% / C: 51.3%  
(Passed)

T:48.7%  
C:51.3%

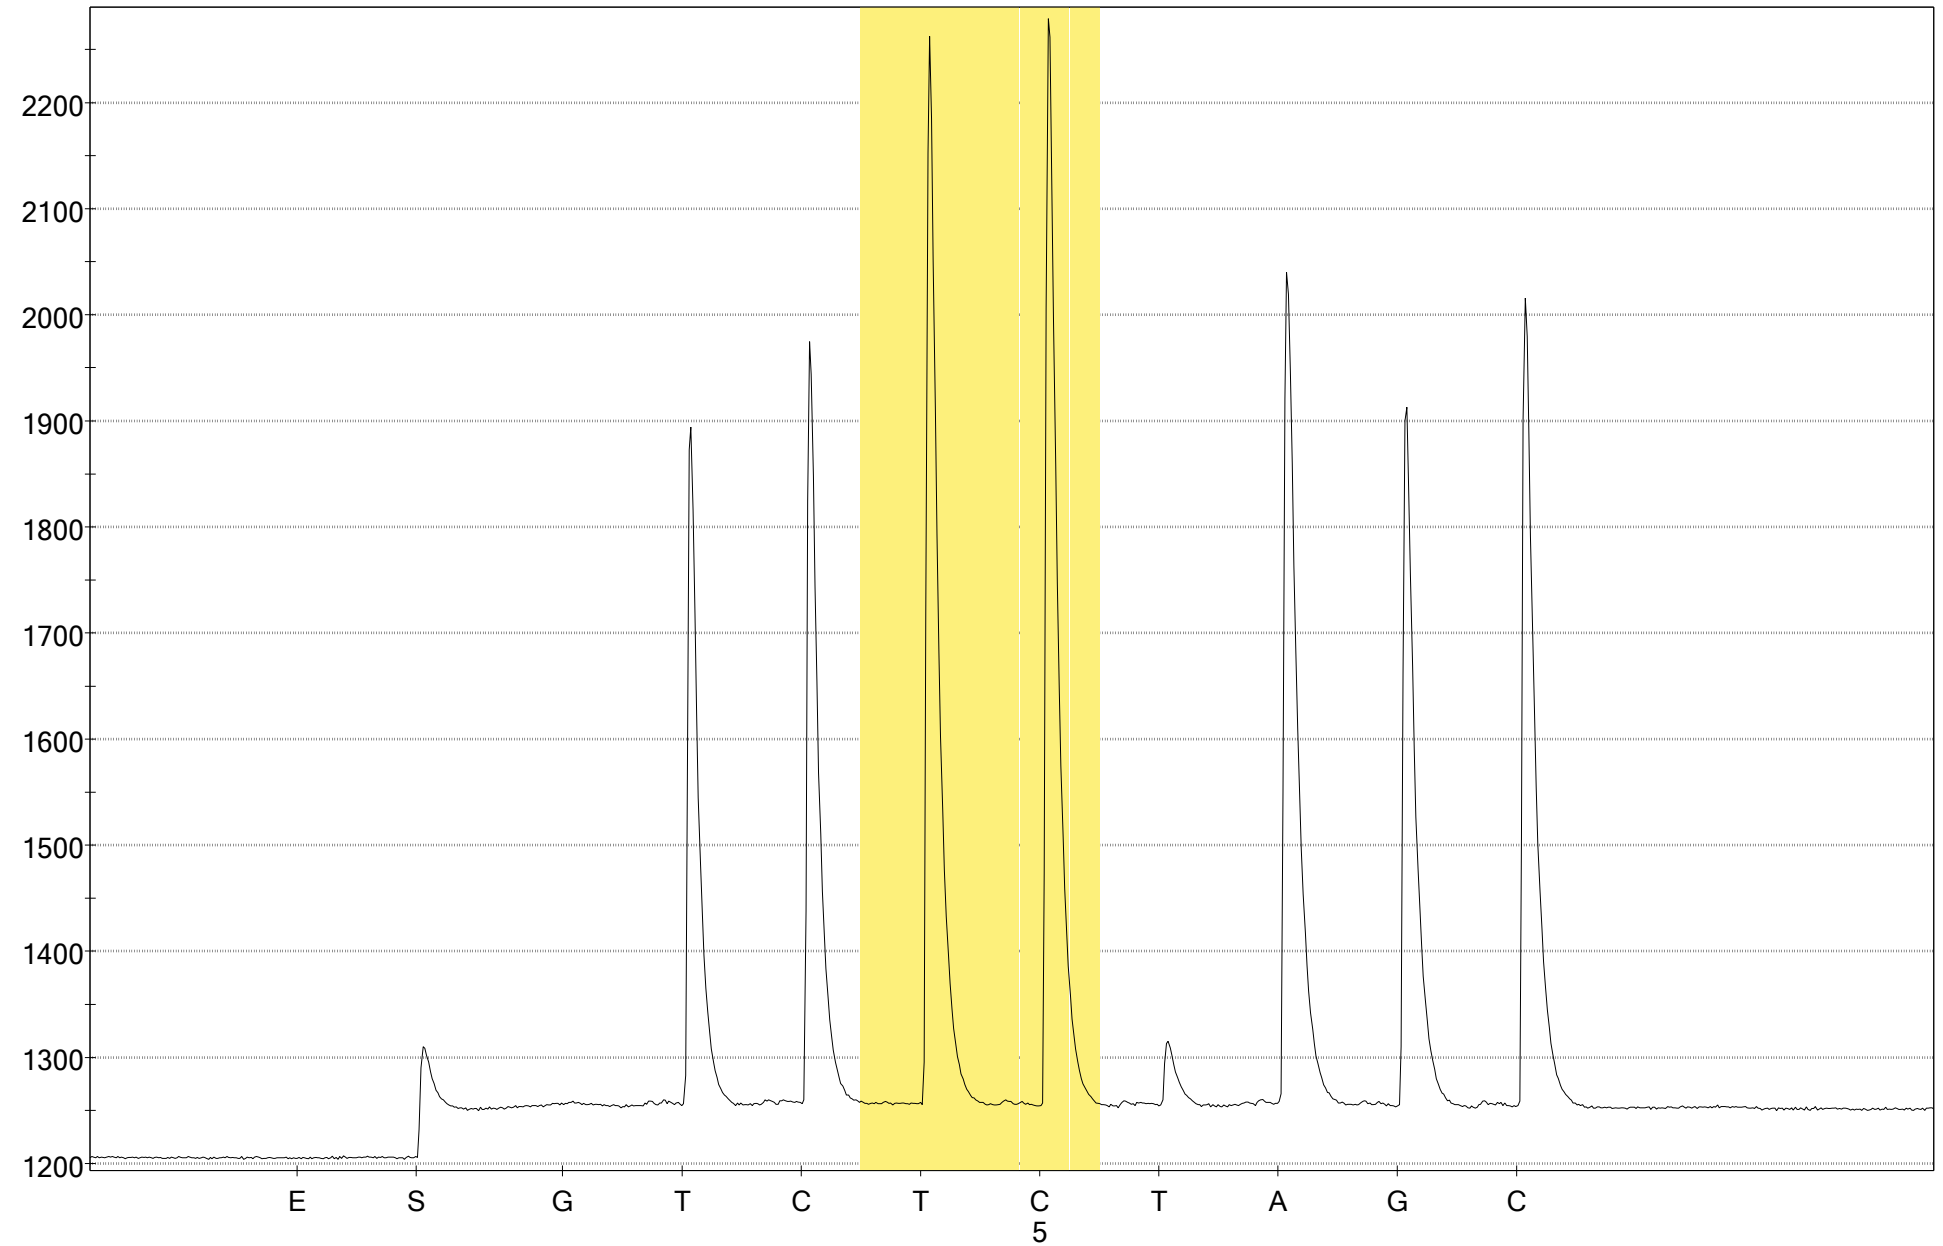

10 uL universal (141+157) - Well G4

Entry: Mapt

2: C: 56.7% / T: 43.3%

(Passed)

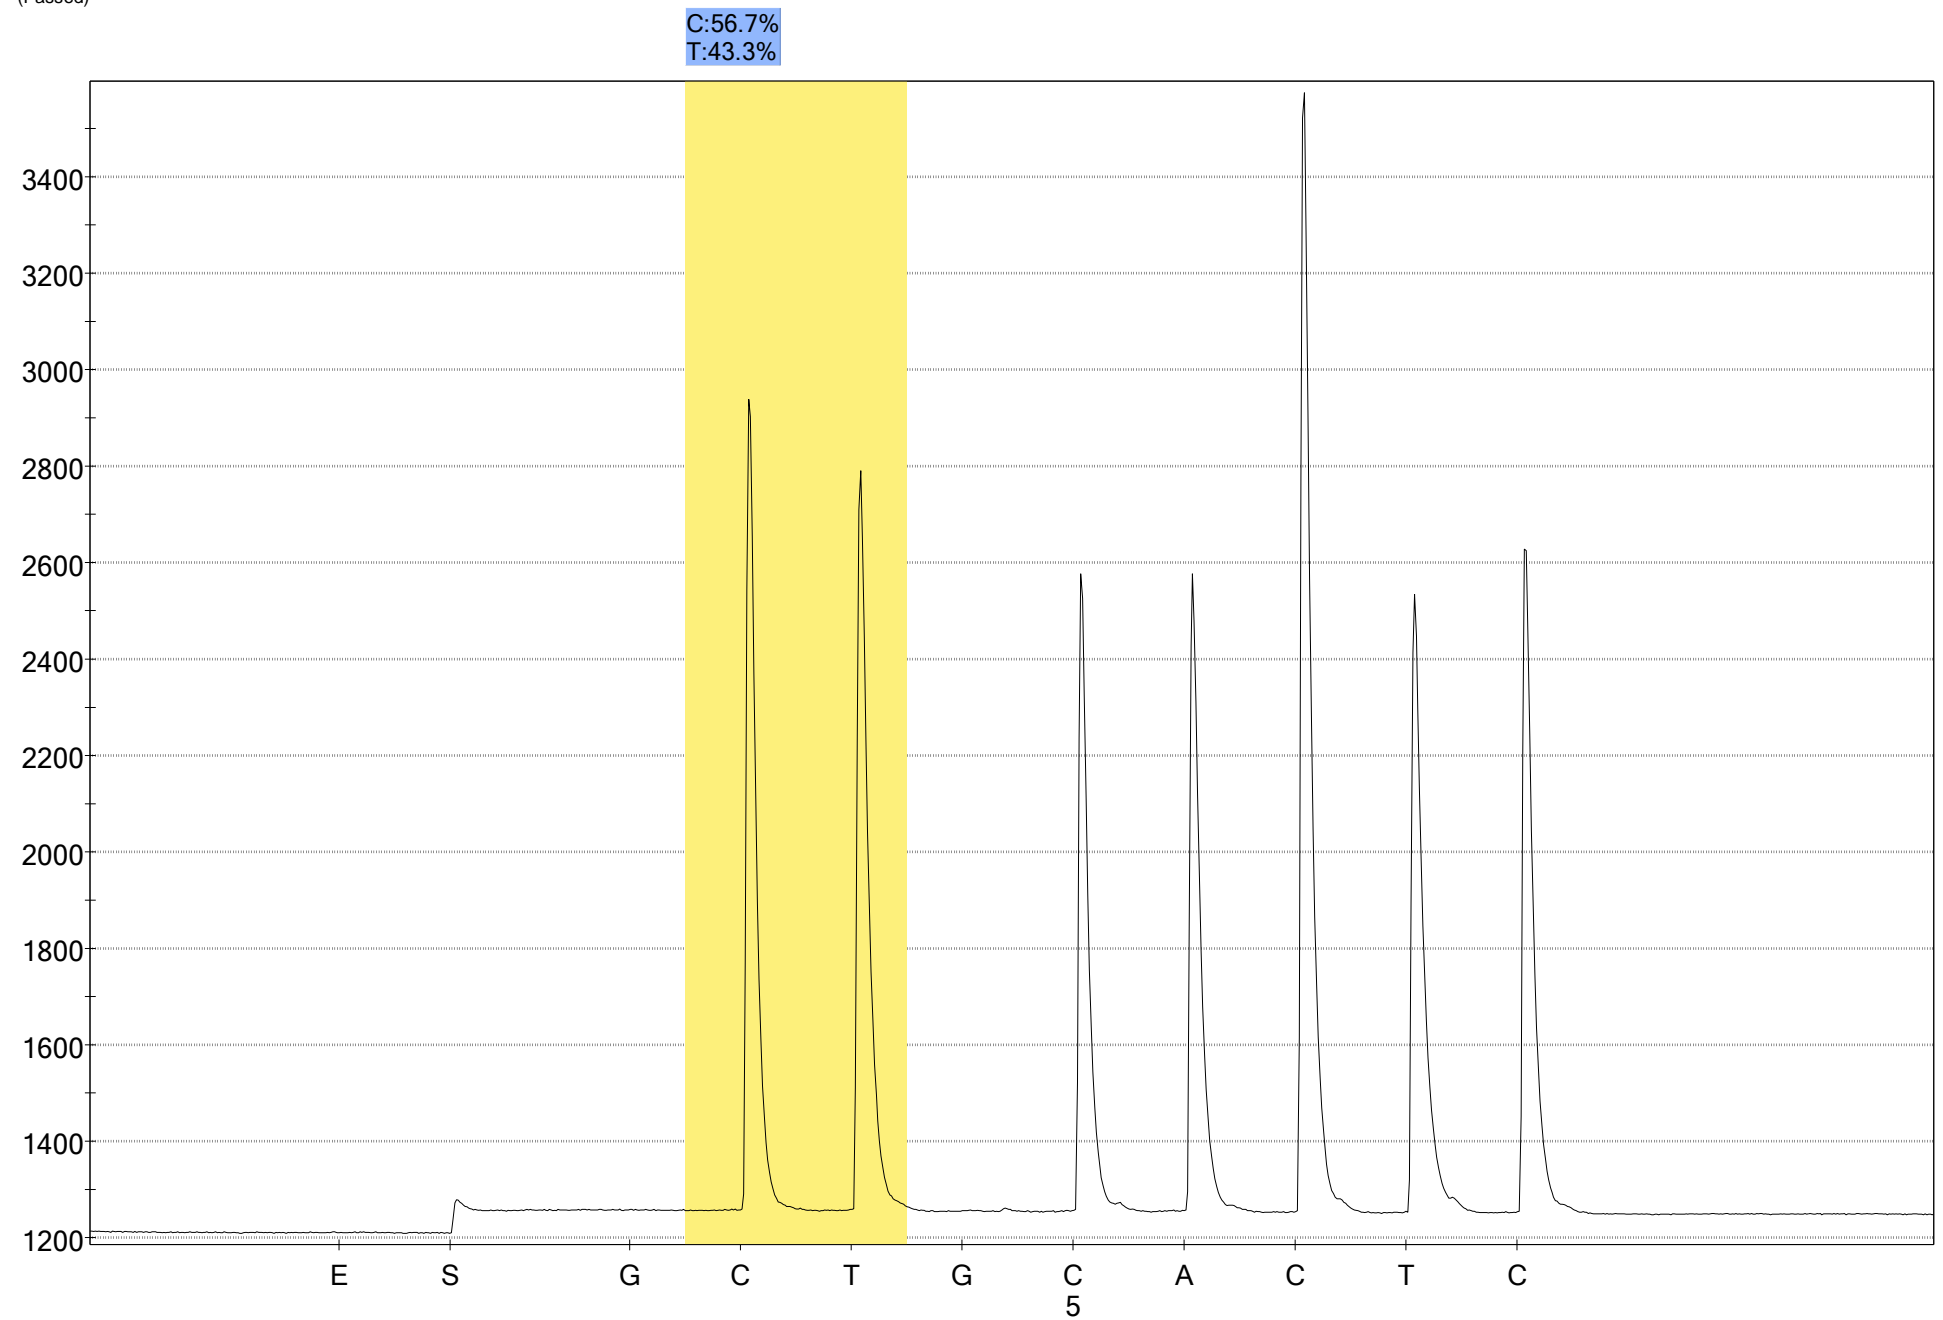

10 uL universal (141+157) - Well G10

Entry: Mapt

2: C: 49.5% / T: 50.5%

(Passed)

C:49.5%  
T:50.5%

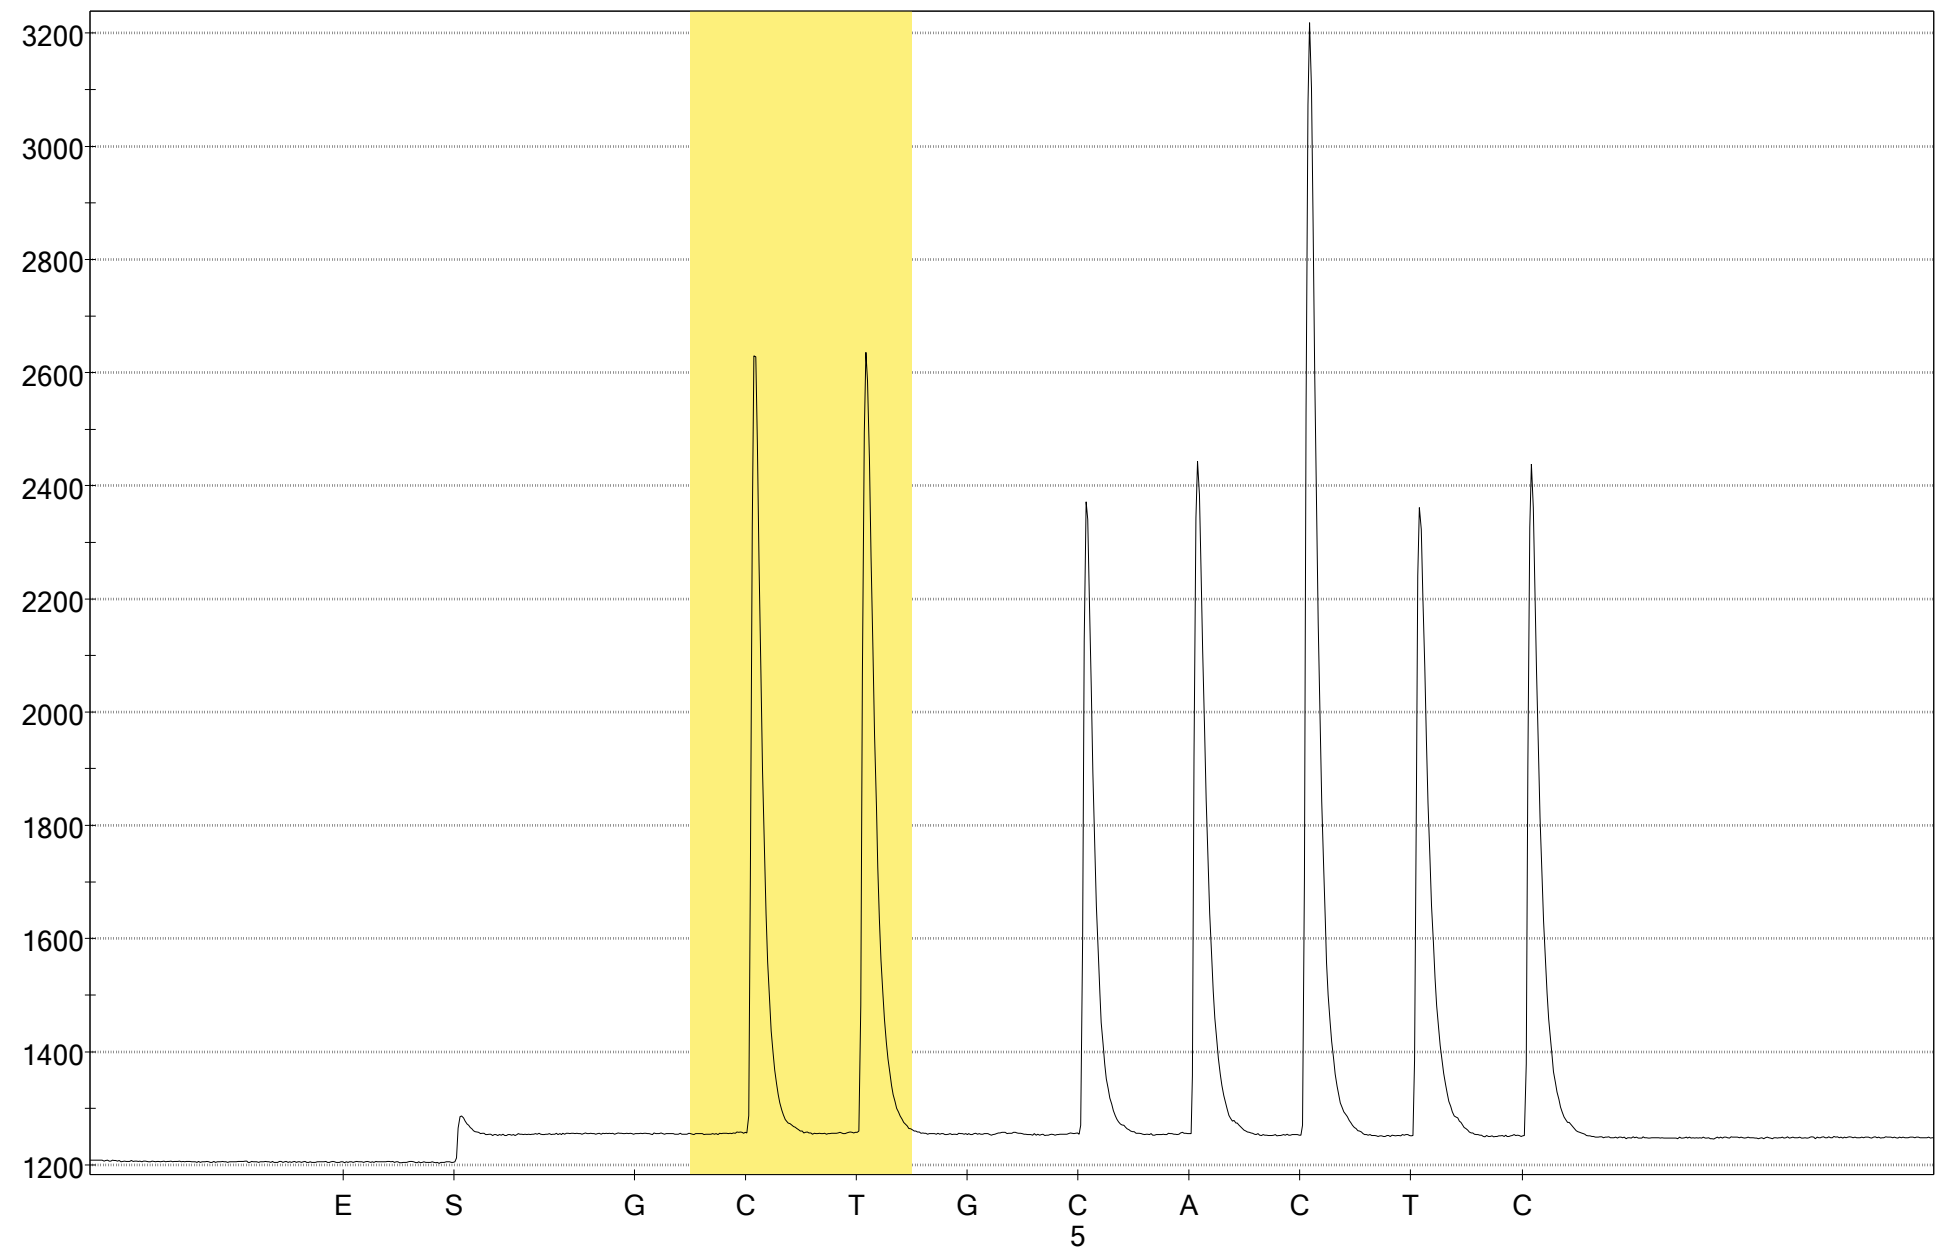

145 - Well G4  
Entry: Mapt  
2: C: 61.0% / T: 39.0%  
(Passed)

C:61.0%  
T:39.0%

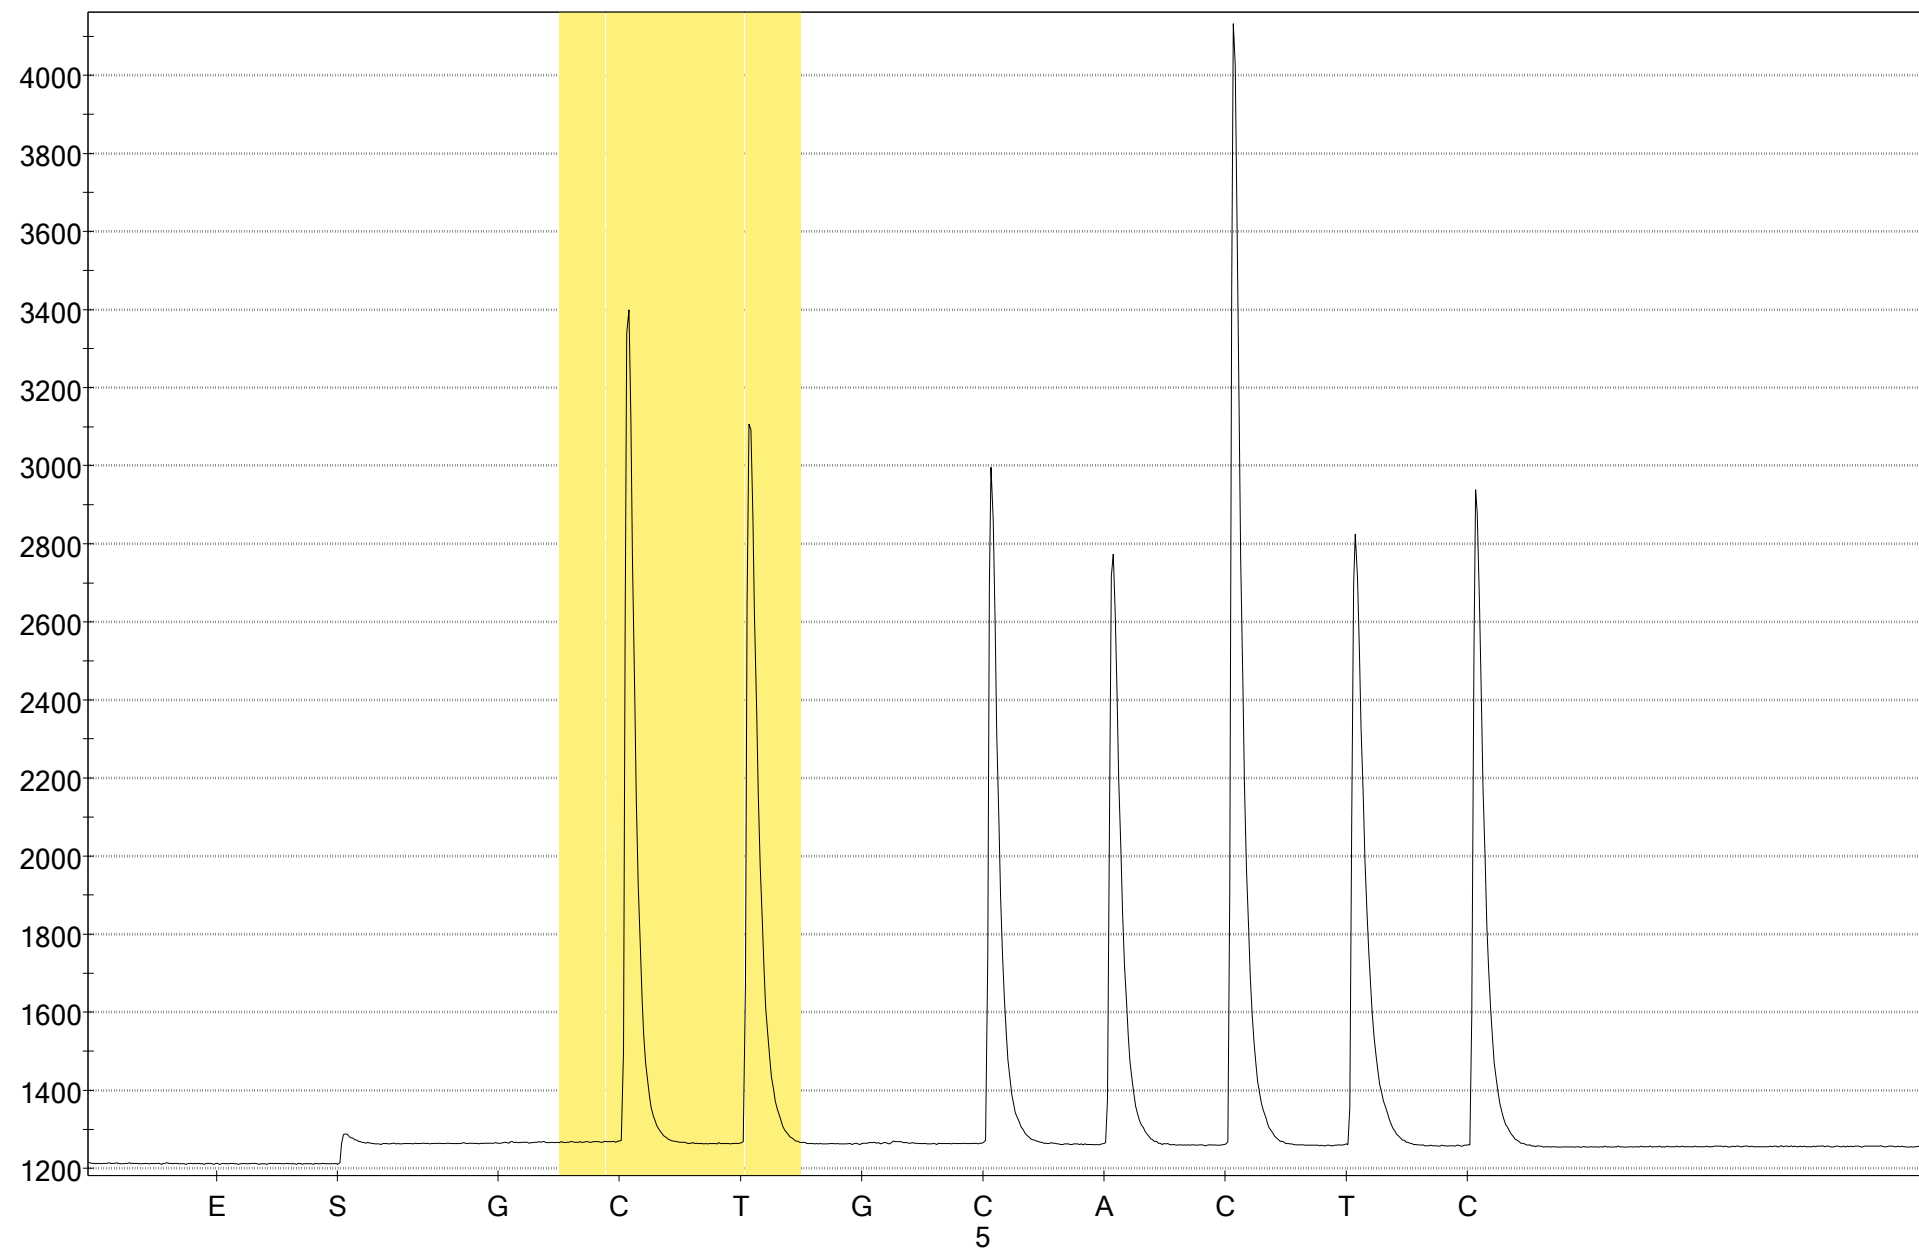

dna - Well G4  
Entry: Mapt  
2: C: 55.9% / T: 44.1%  
(Passed)

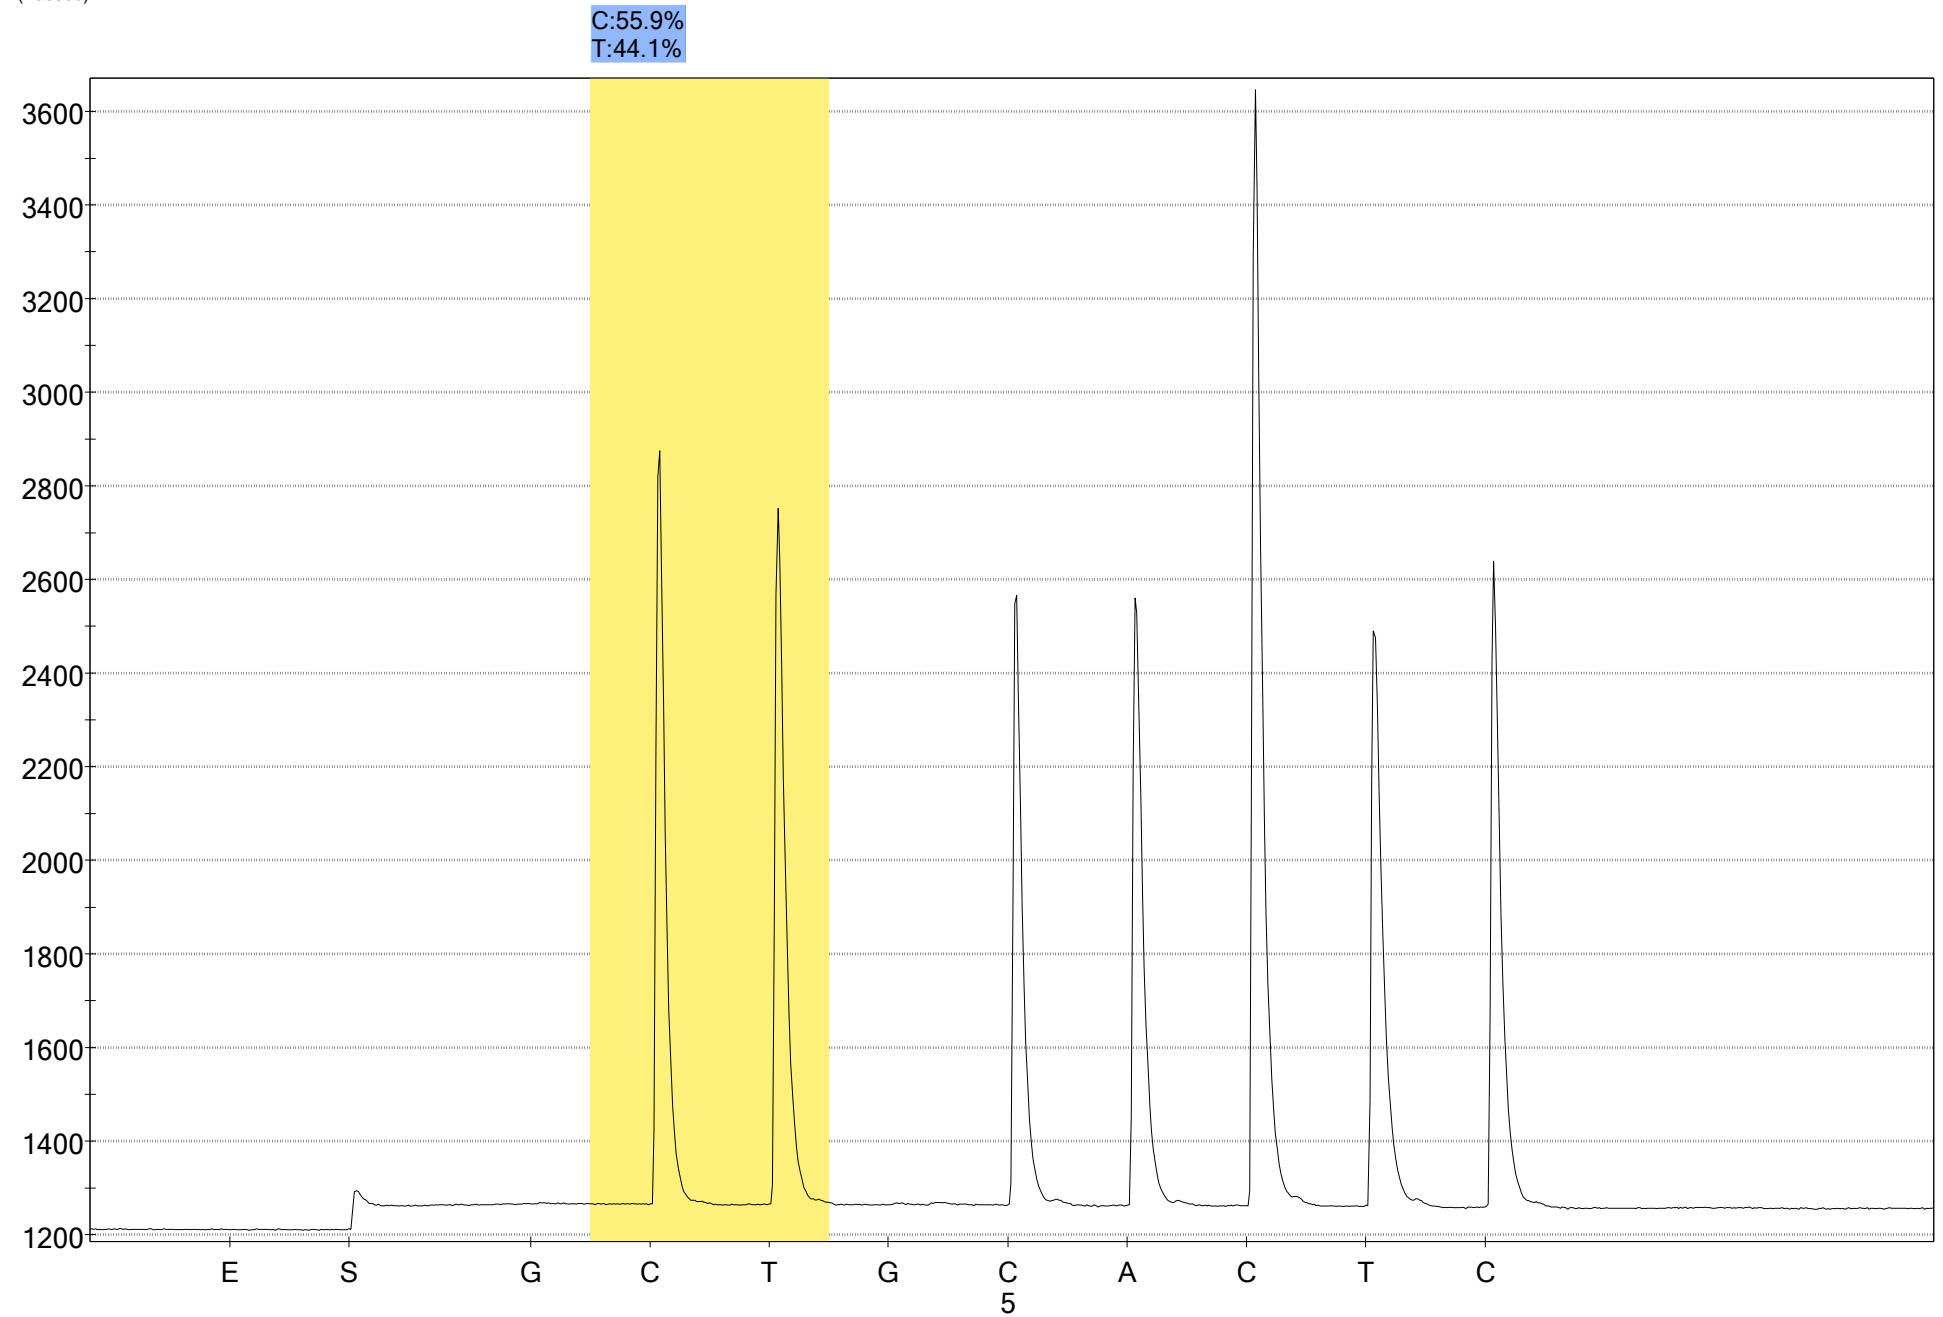

dna - Well G10  
Entry: Mapt  
2: C: 57.0% / T: 43.0%  
(Passed)

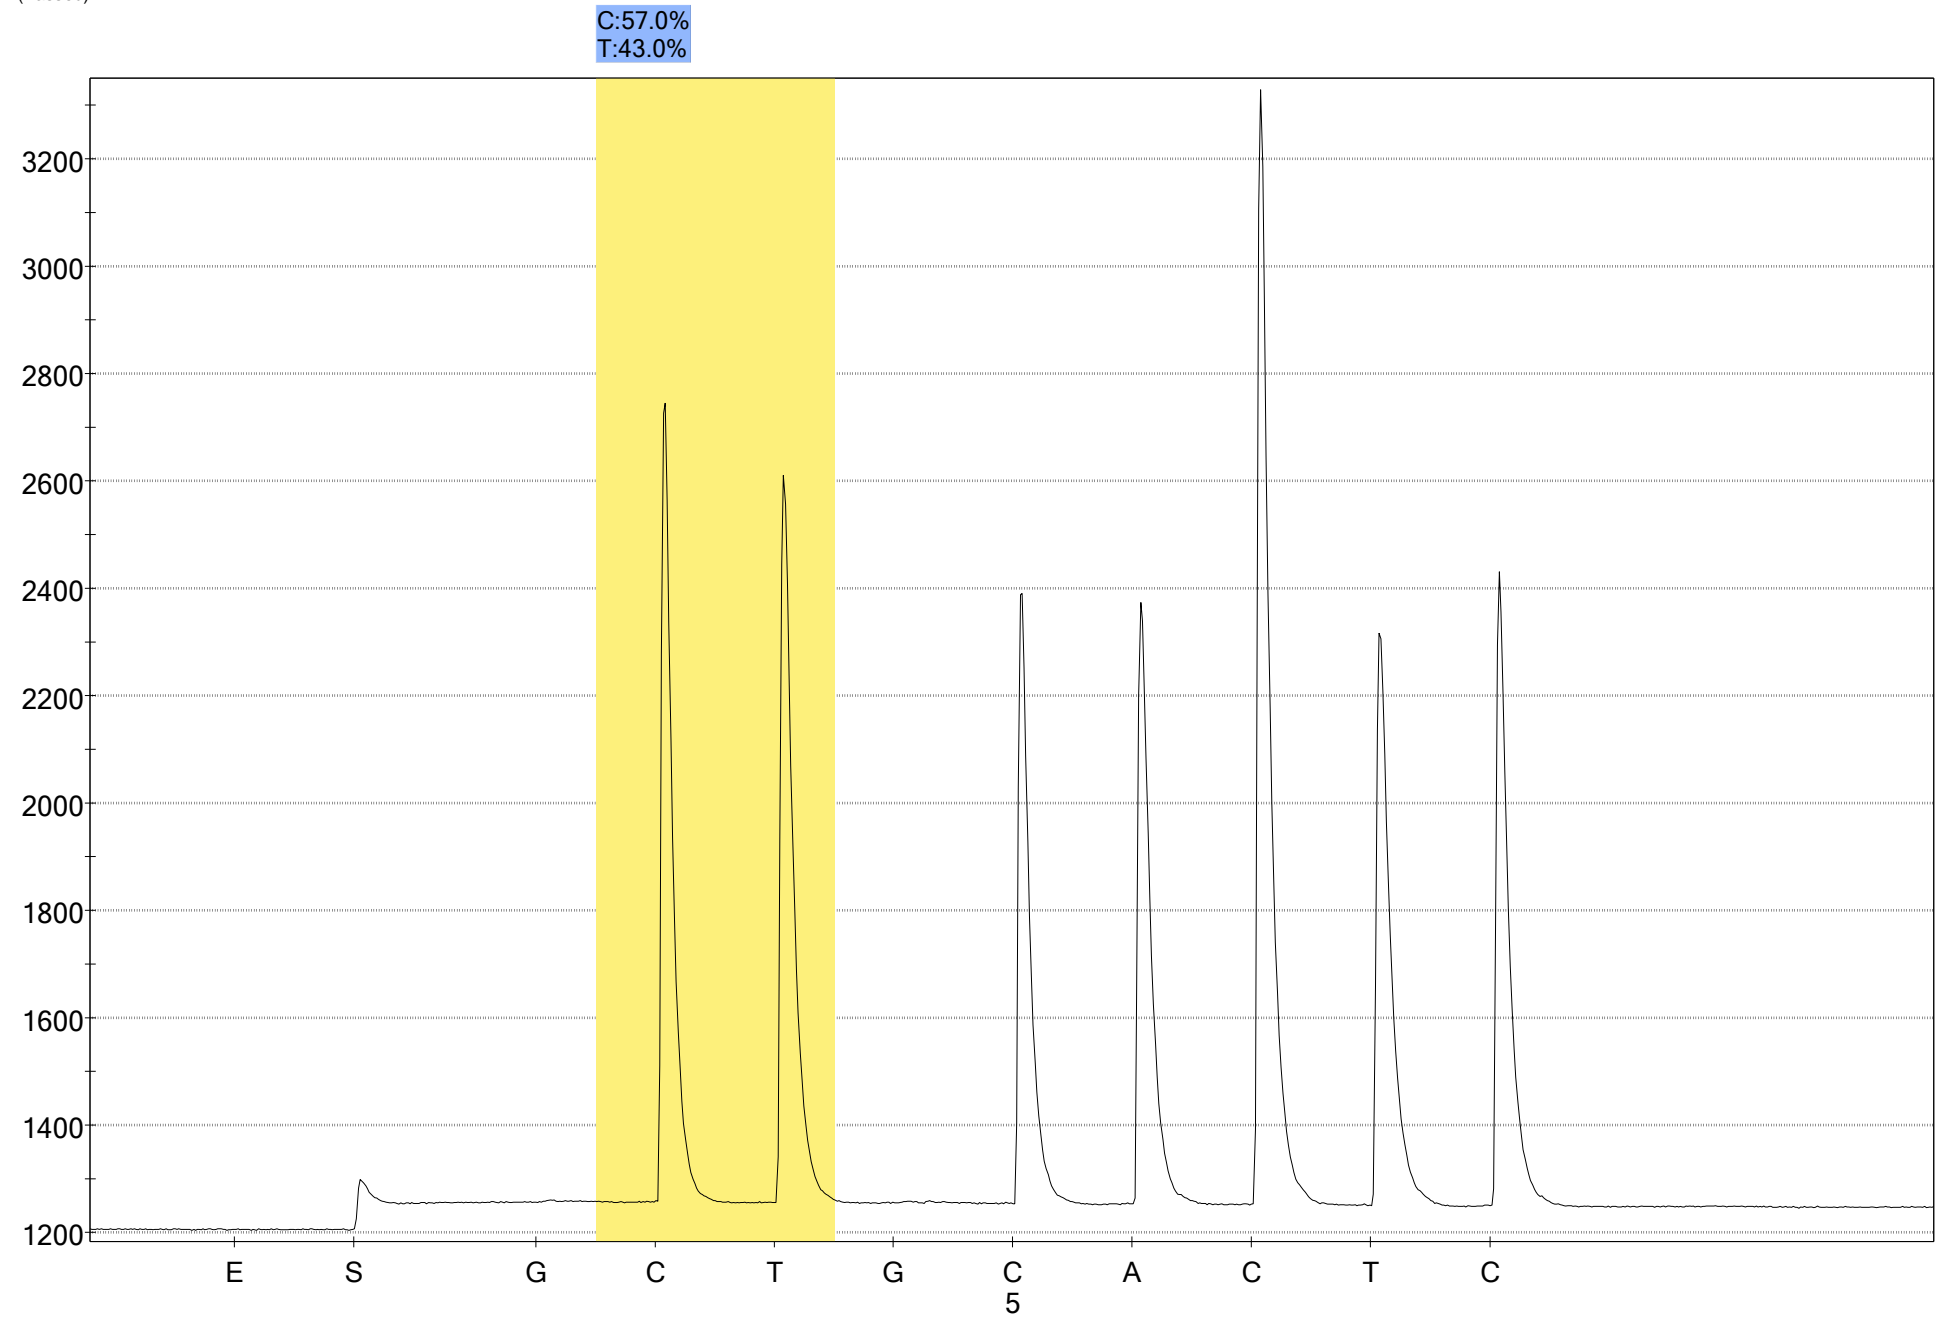

10 uL universal (141+157) - Well H3  
Entry: Herc3  
1: G: 41.8% / T: 58.2%  
(Passed)

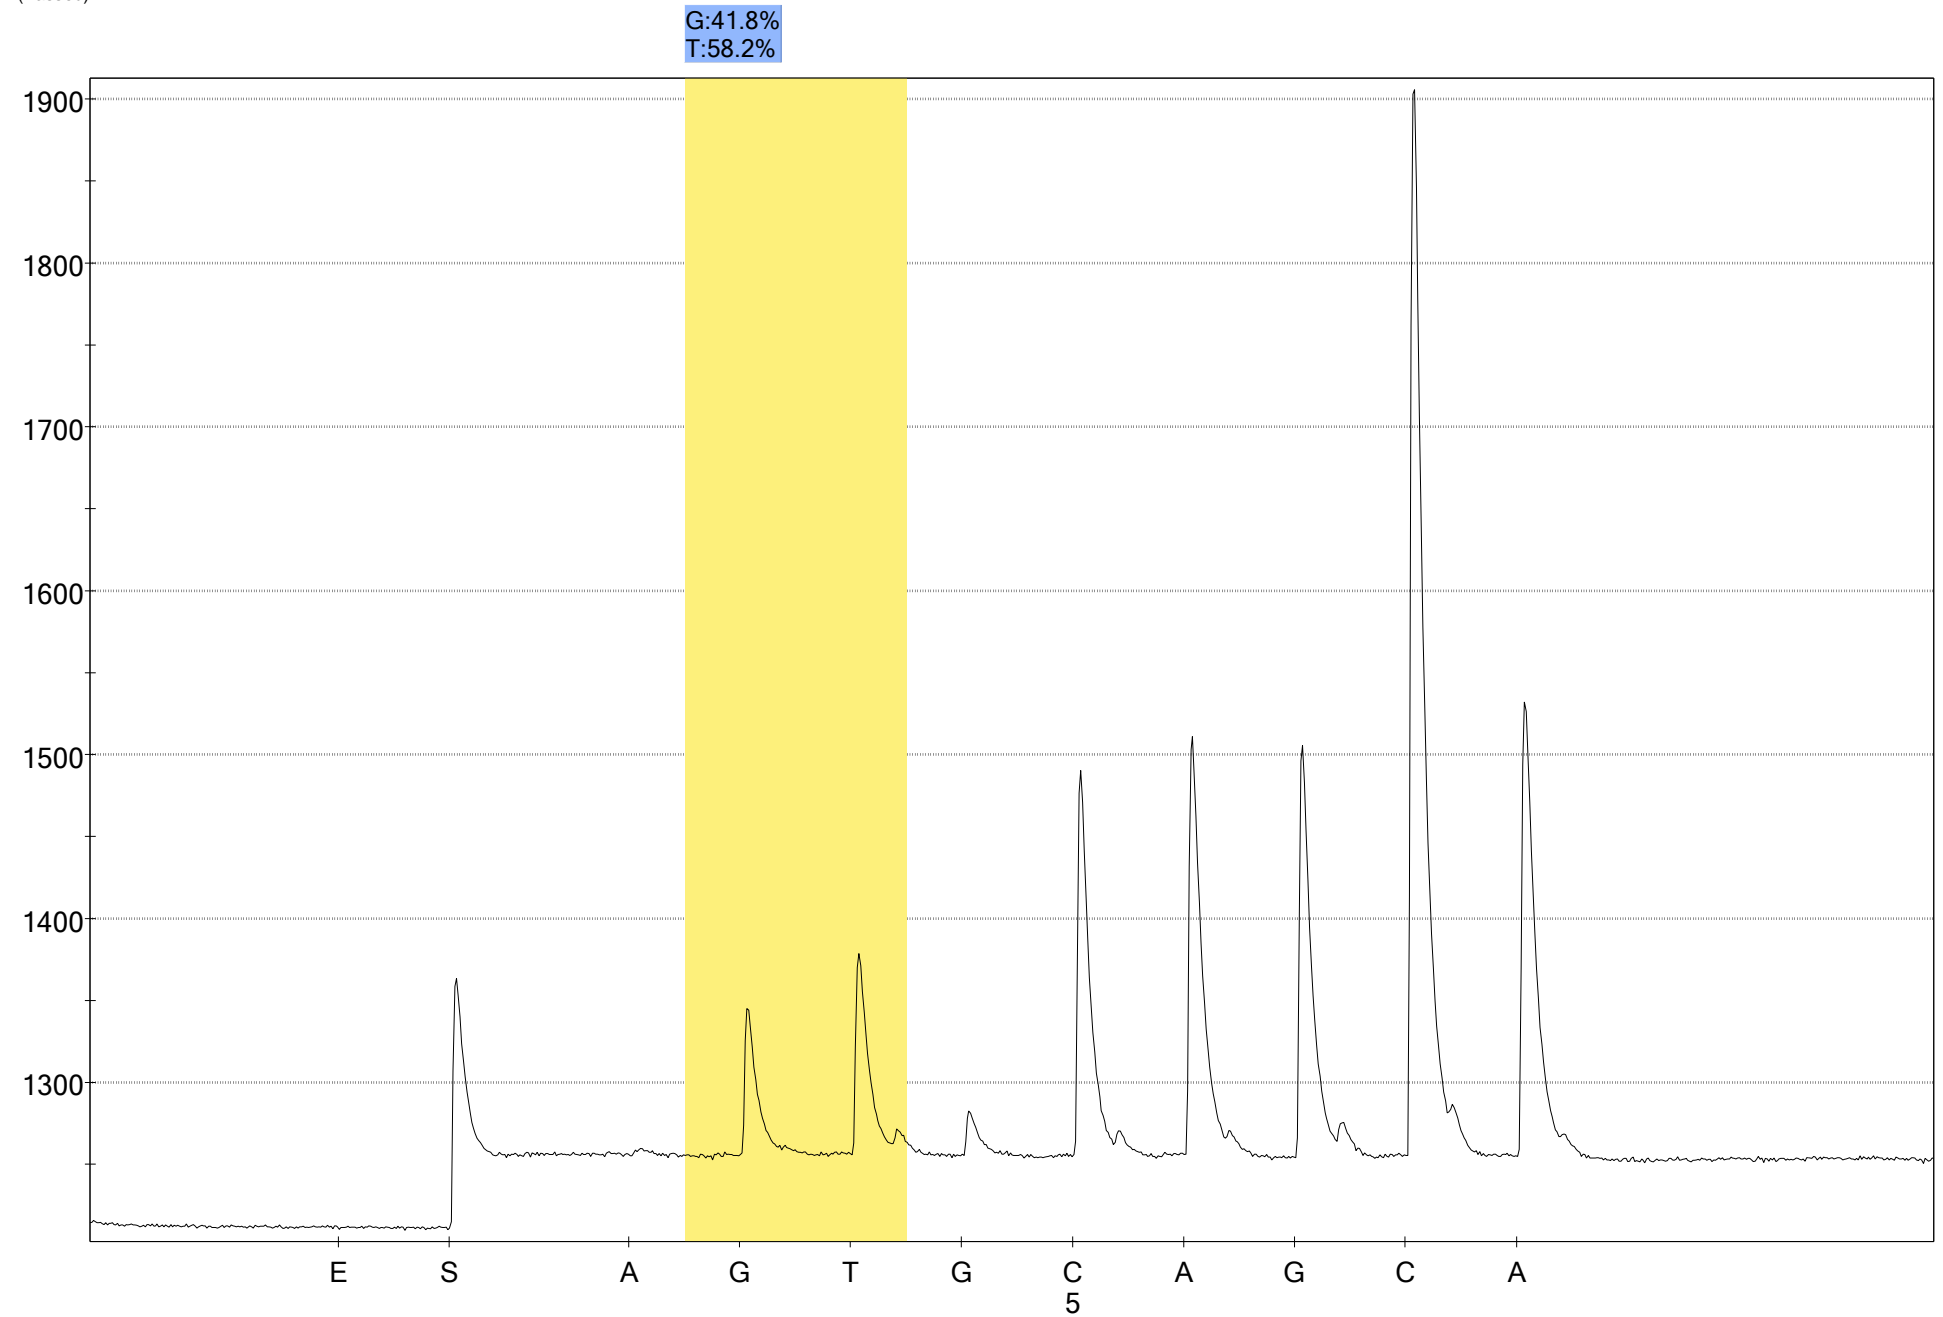

10 uL universal (141+157) - Well H9  
Entry: Herc3  
1: G: 23.4% / T: 76.6%  
(Passed)

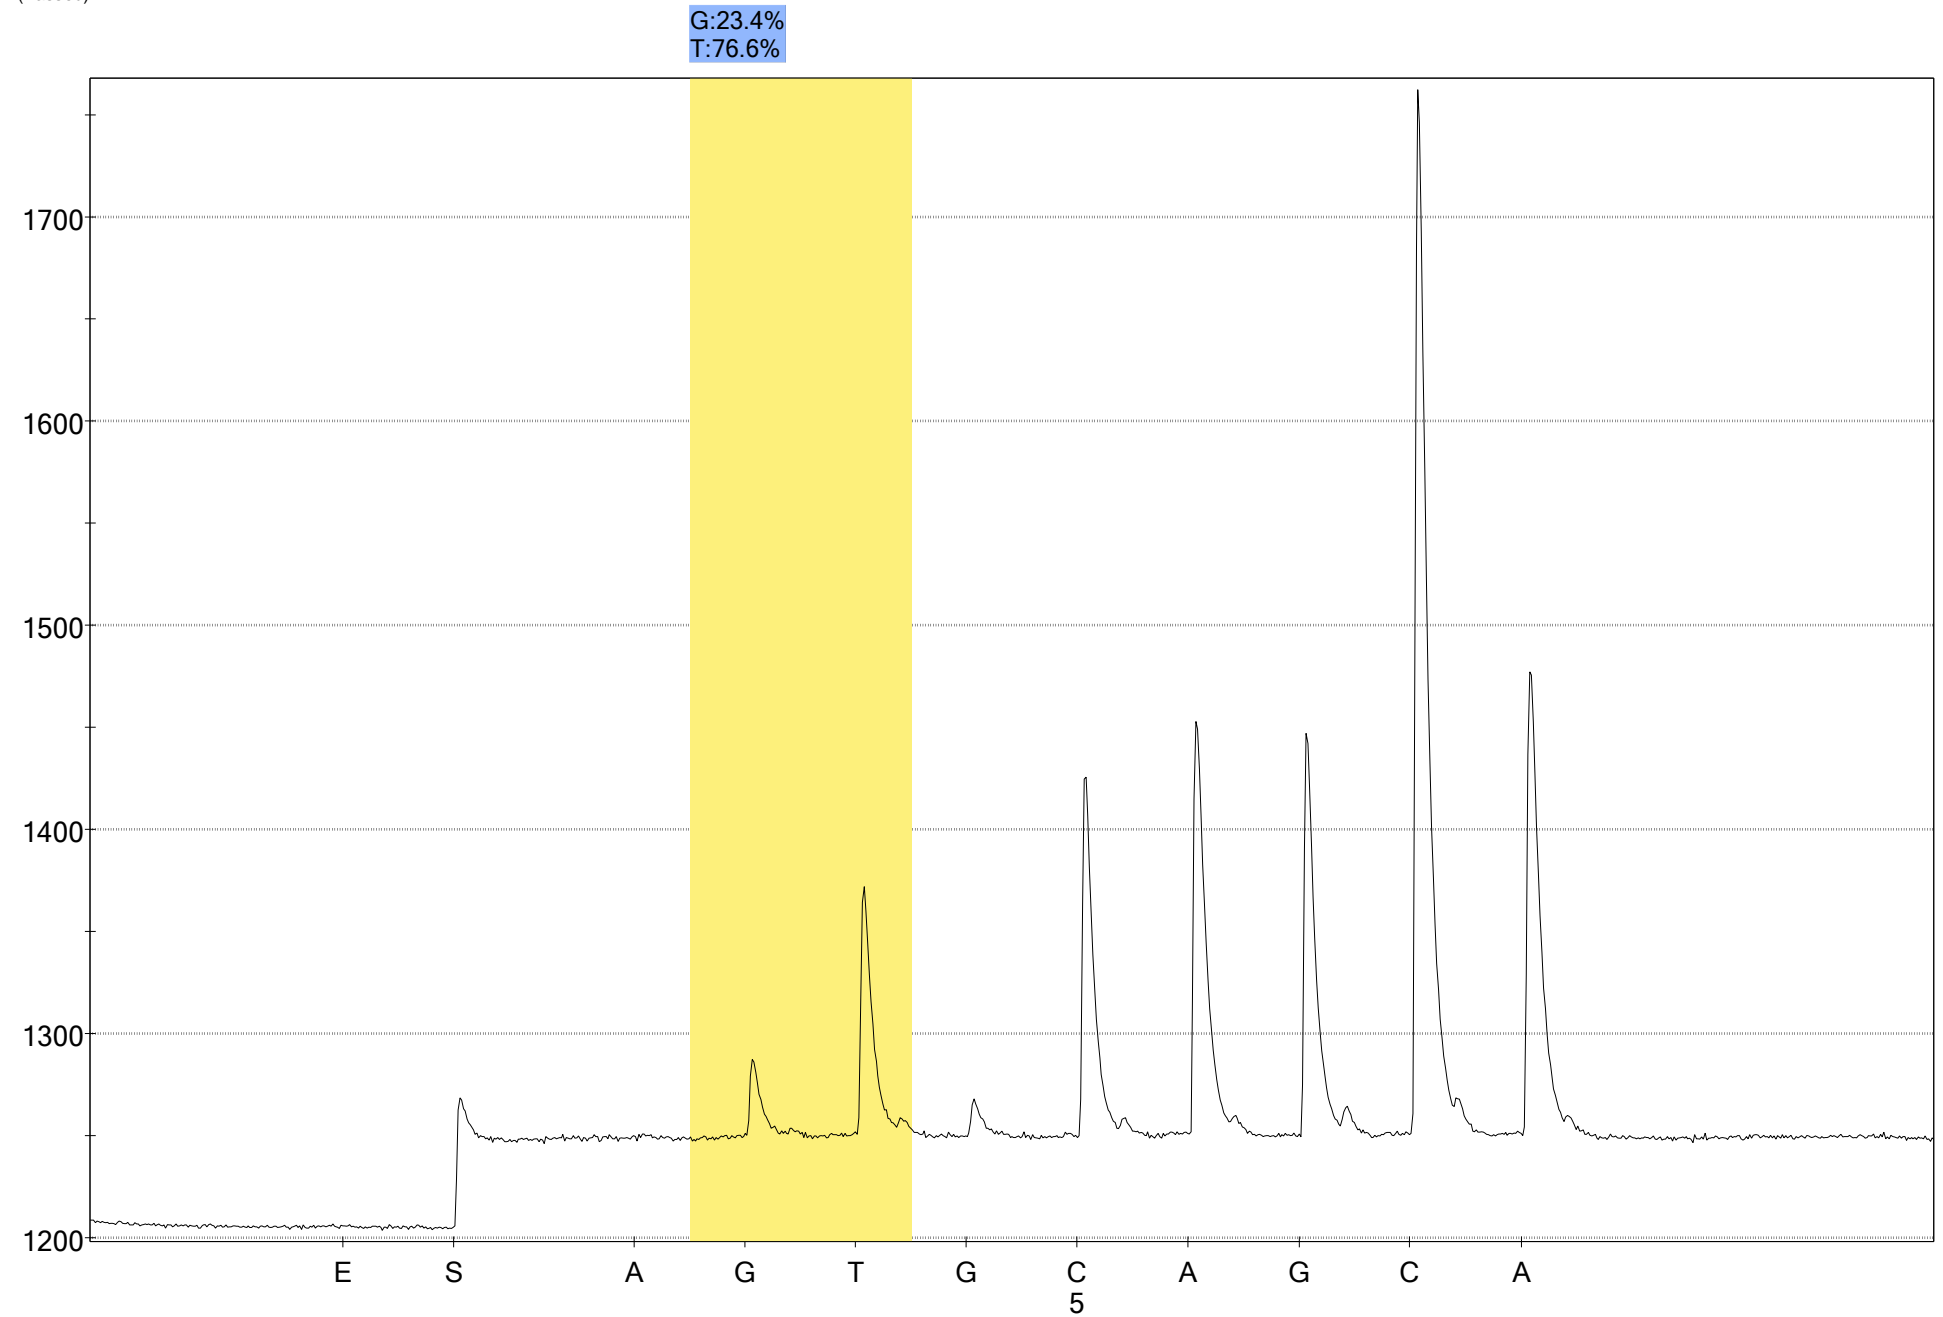

145 - Well H3  
Entry: Herc3  
1: G: 42.1% / T: 57.9%  
(Passed)

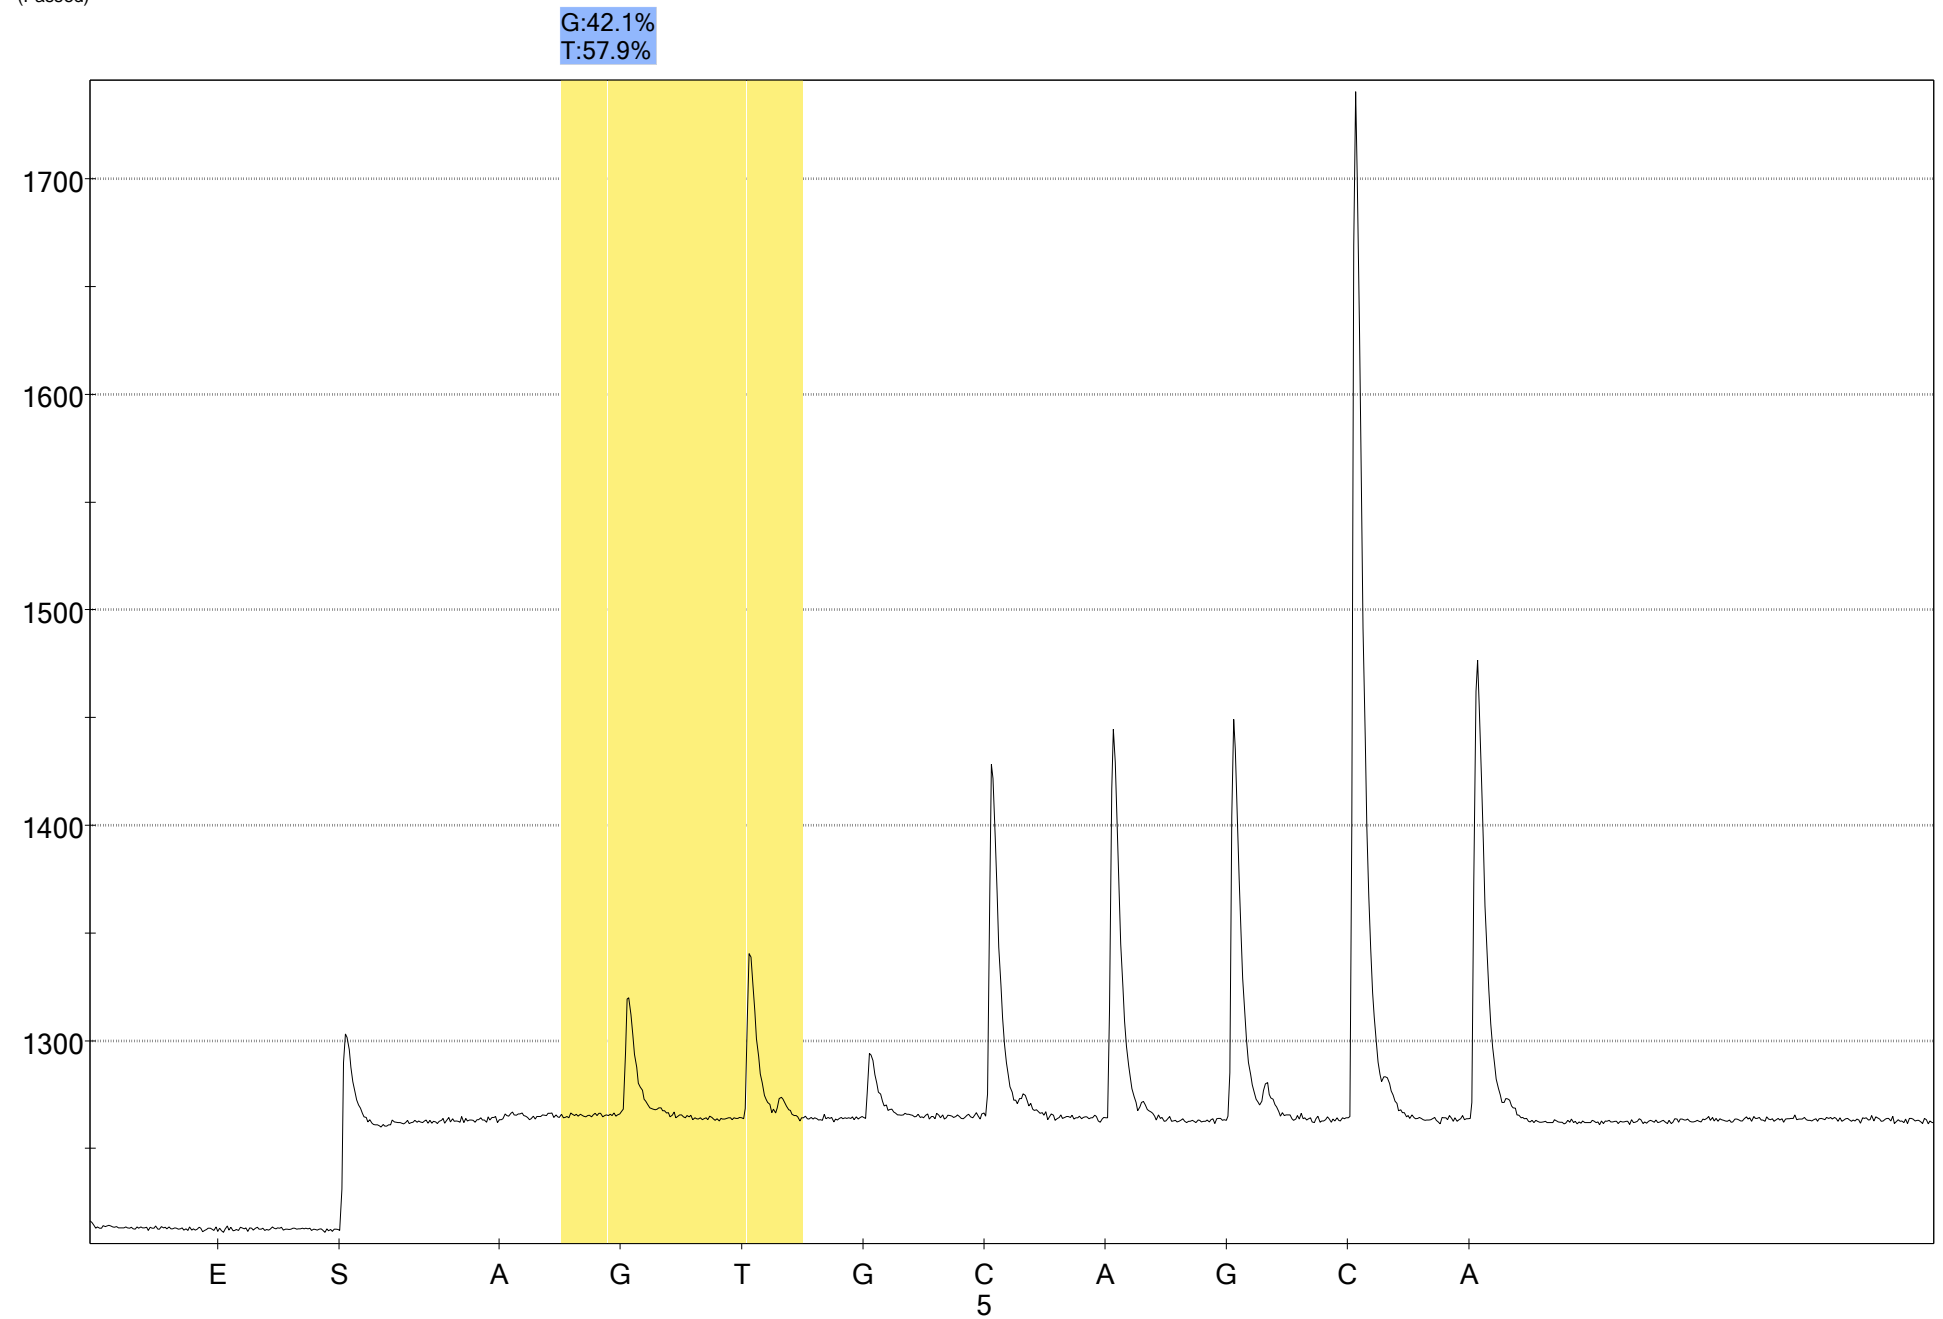

dna - Well H3  
Entry: Herc3  
1: G: 78.5% / T: 21.5%  
(Passed)

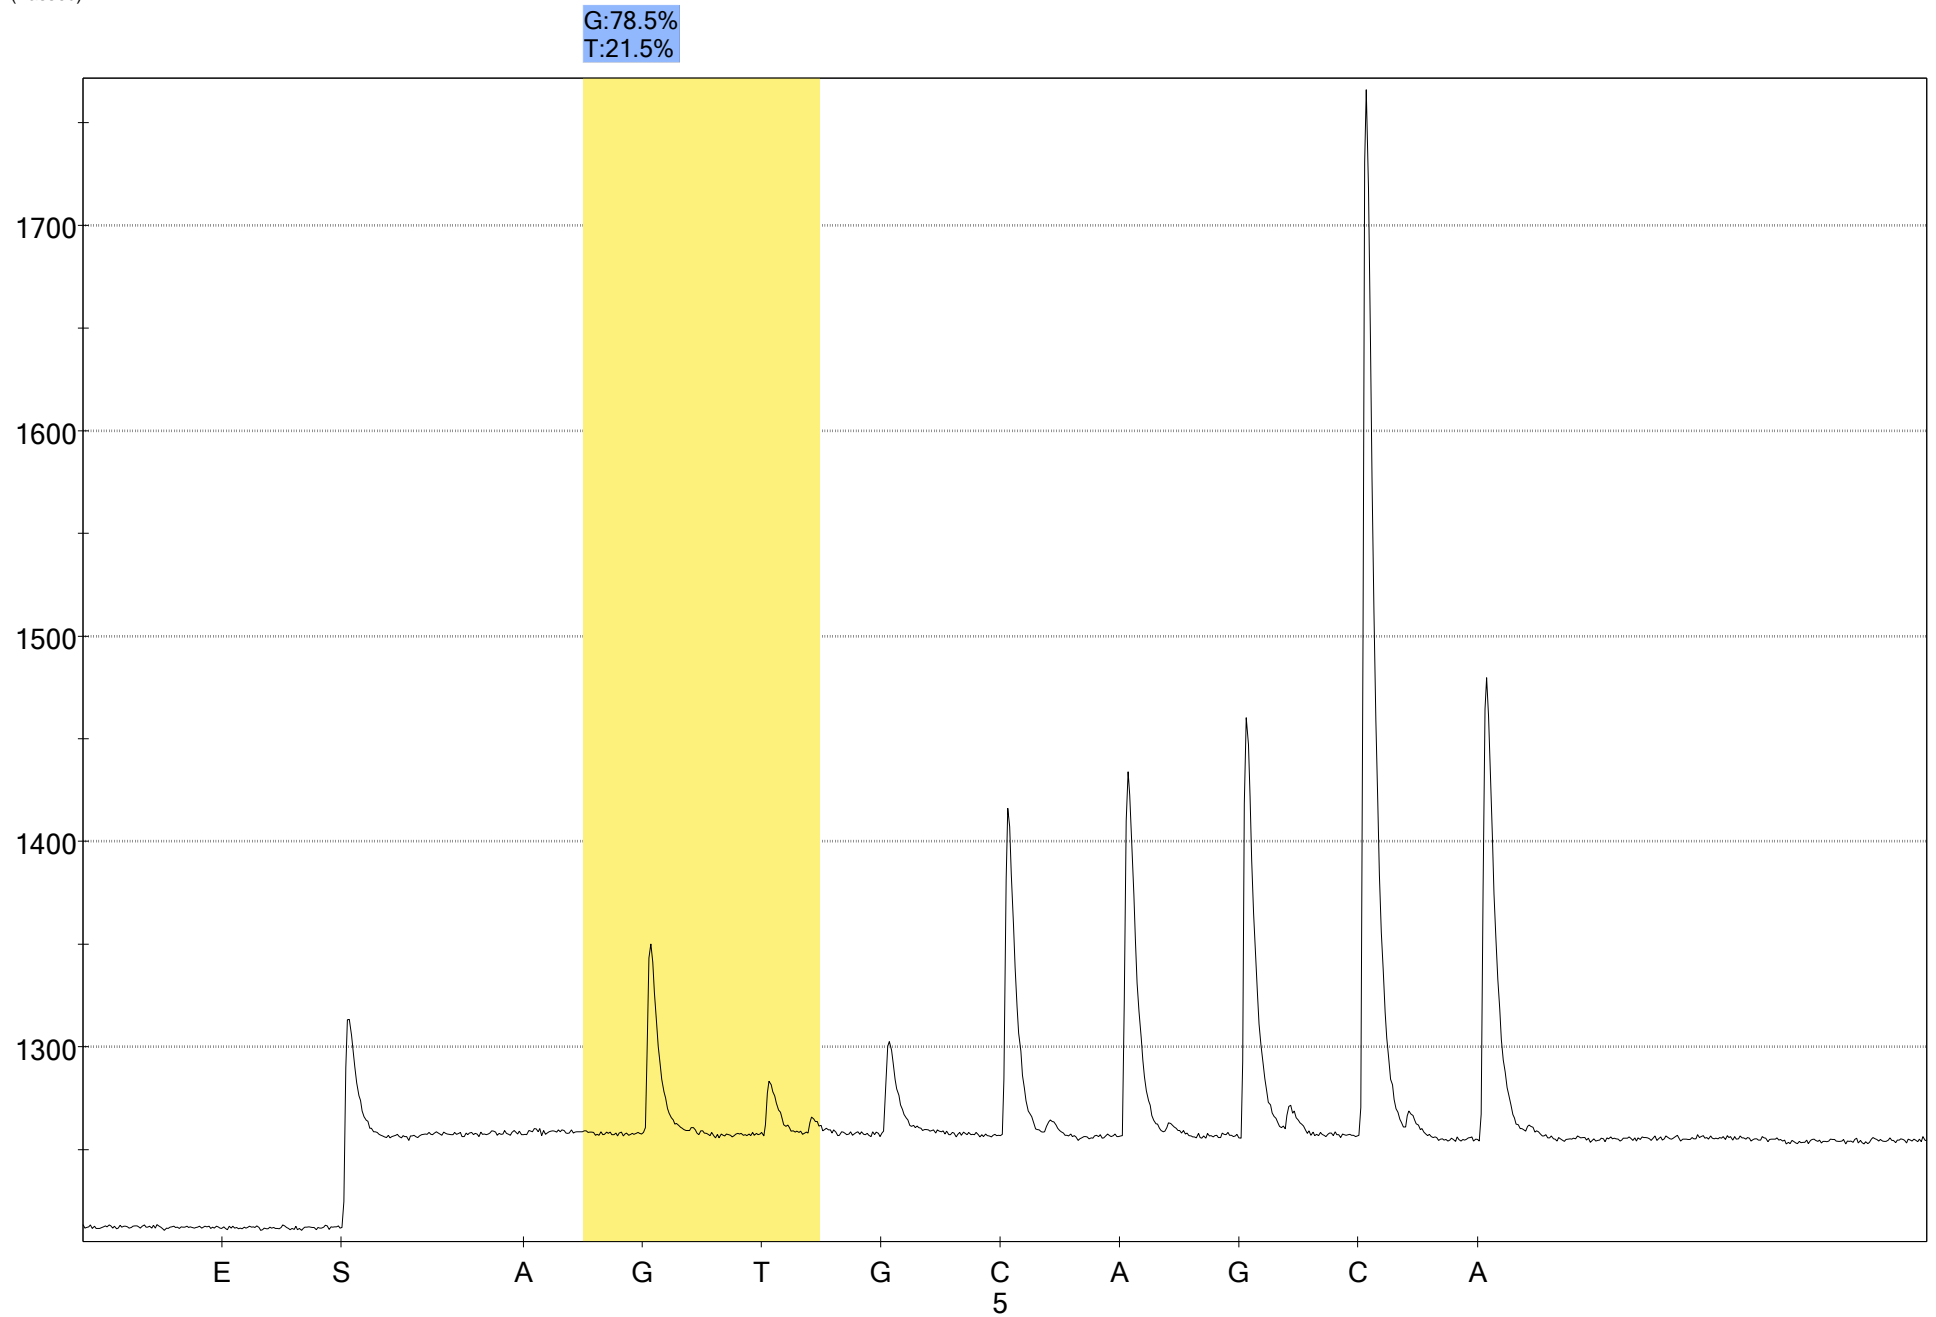

dna - Well H9  
Entry: Herc3  
1: G: 76.1% / T: 23.9%  
(Passed)

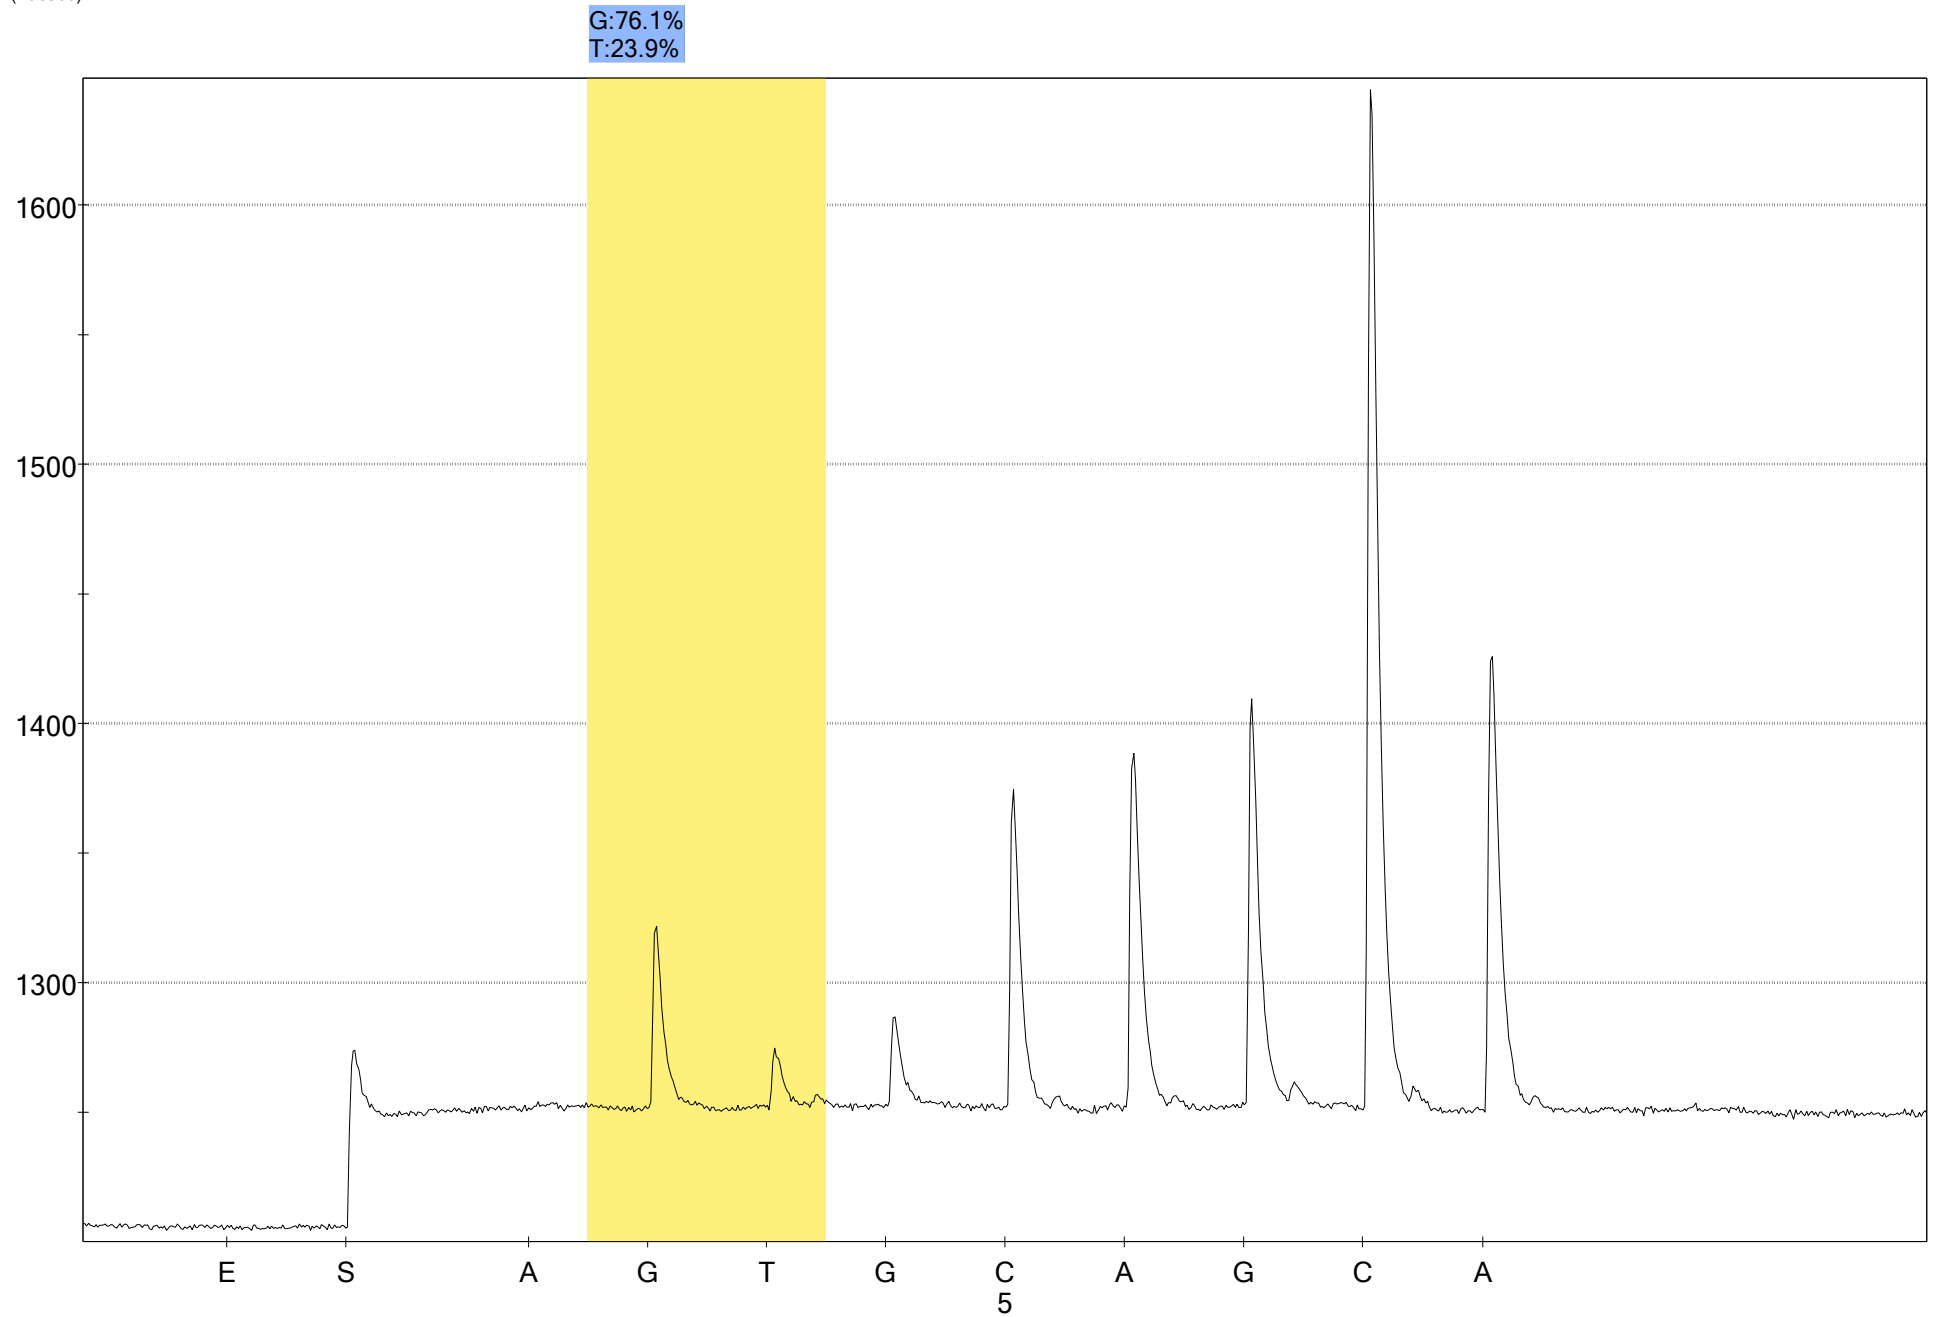

10 uL universal (141+157) - Well G1  
Entry: Apba2  
1: C: 21.1% / T: 78.9%  
(Passed)

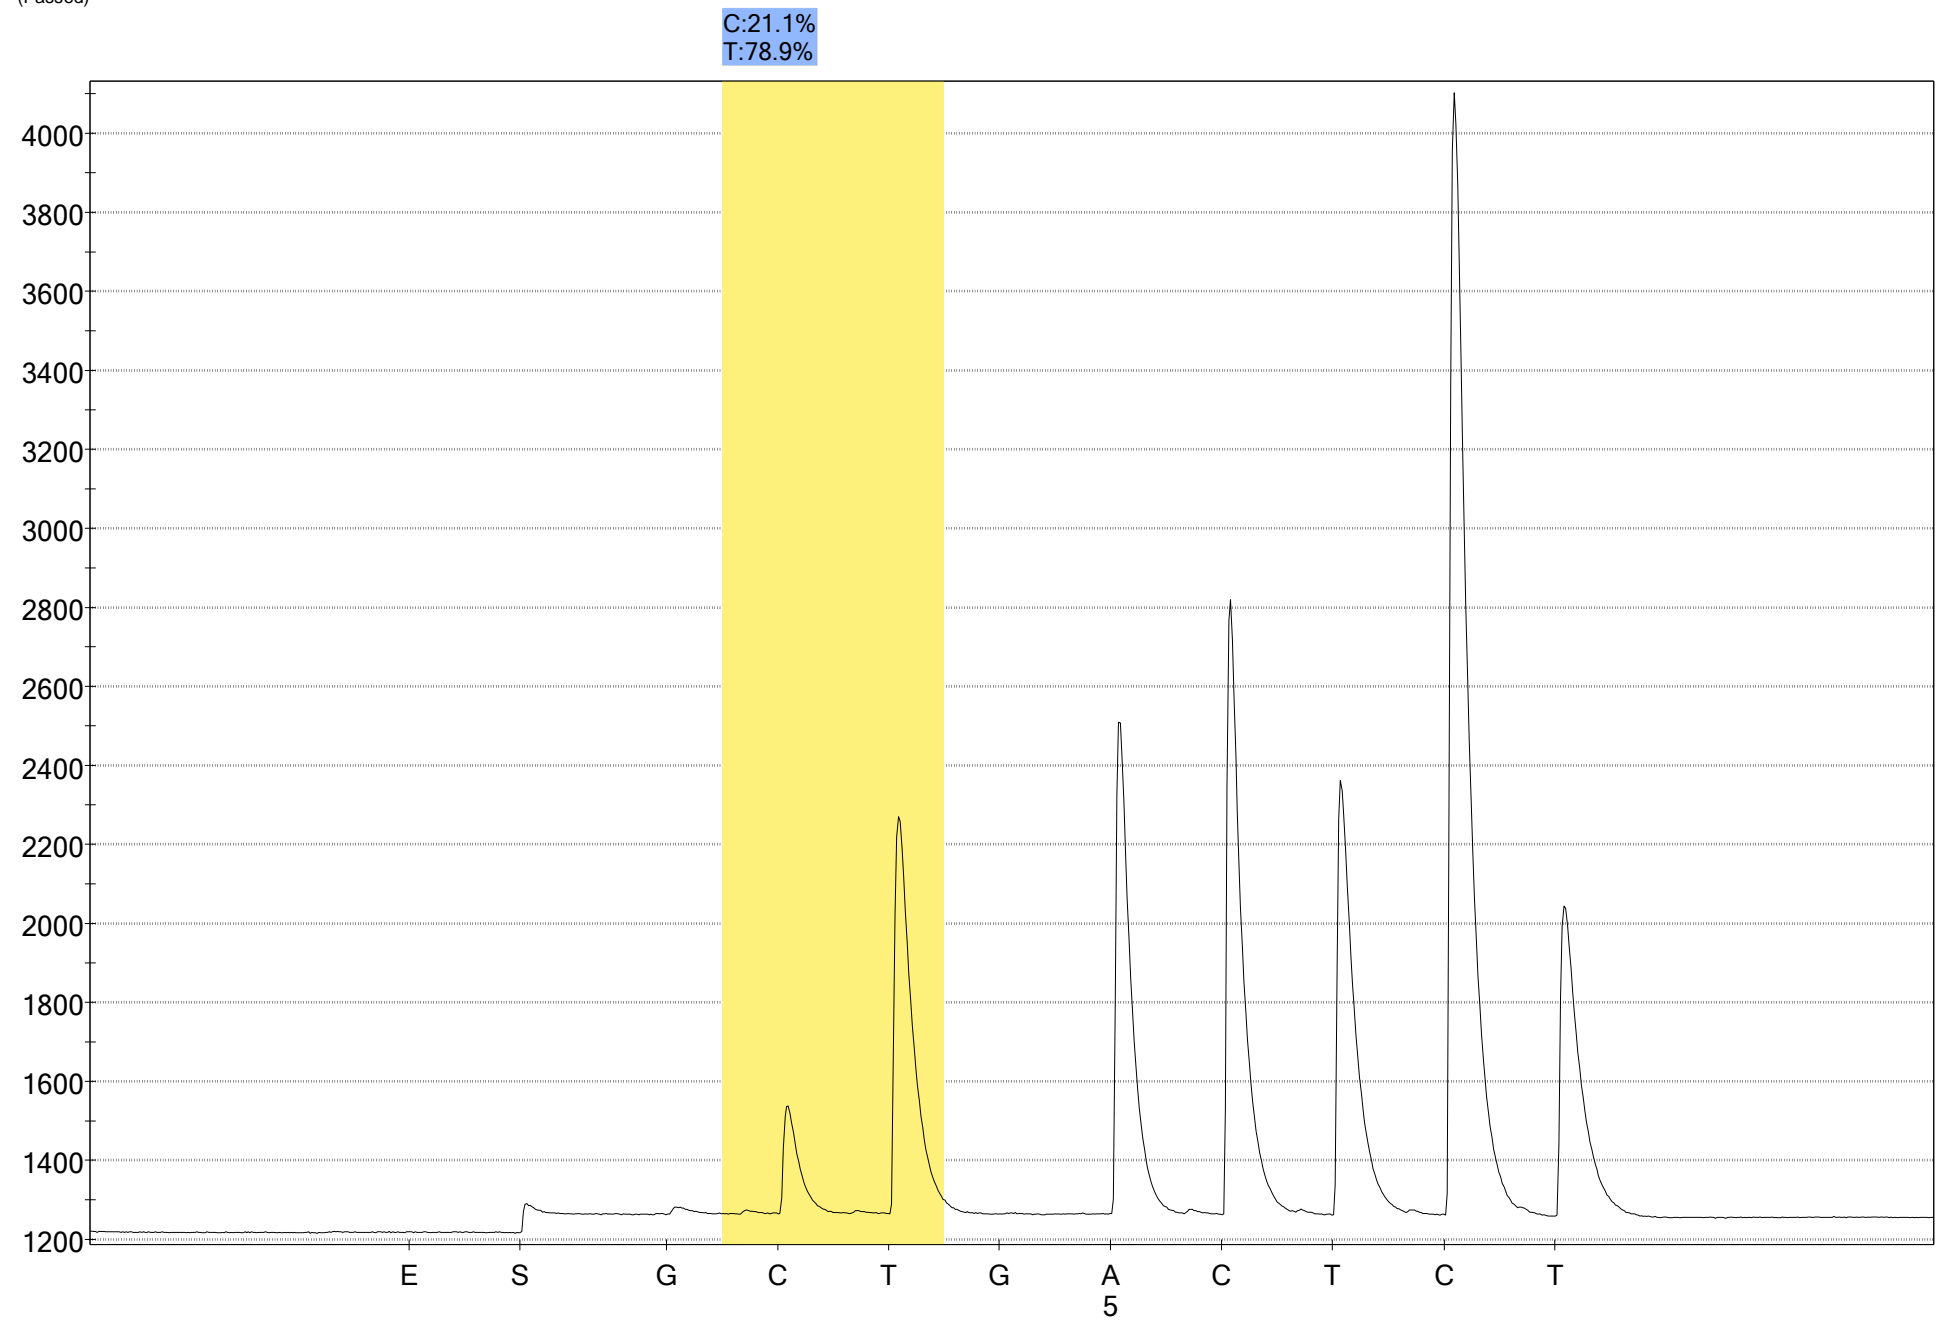

10 uL universal (141+157) - Well G7

Entry: Apba2

1: C: 26.5% / T: 73.5%

(Passed)

C:26.5%  
T:73.5%

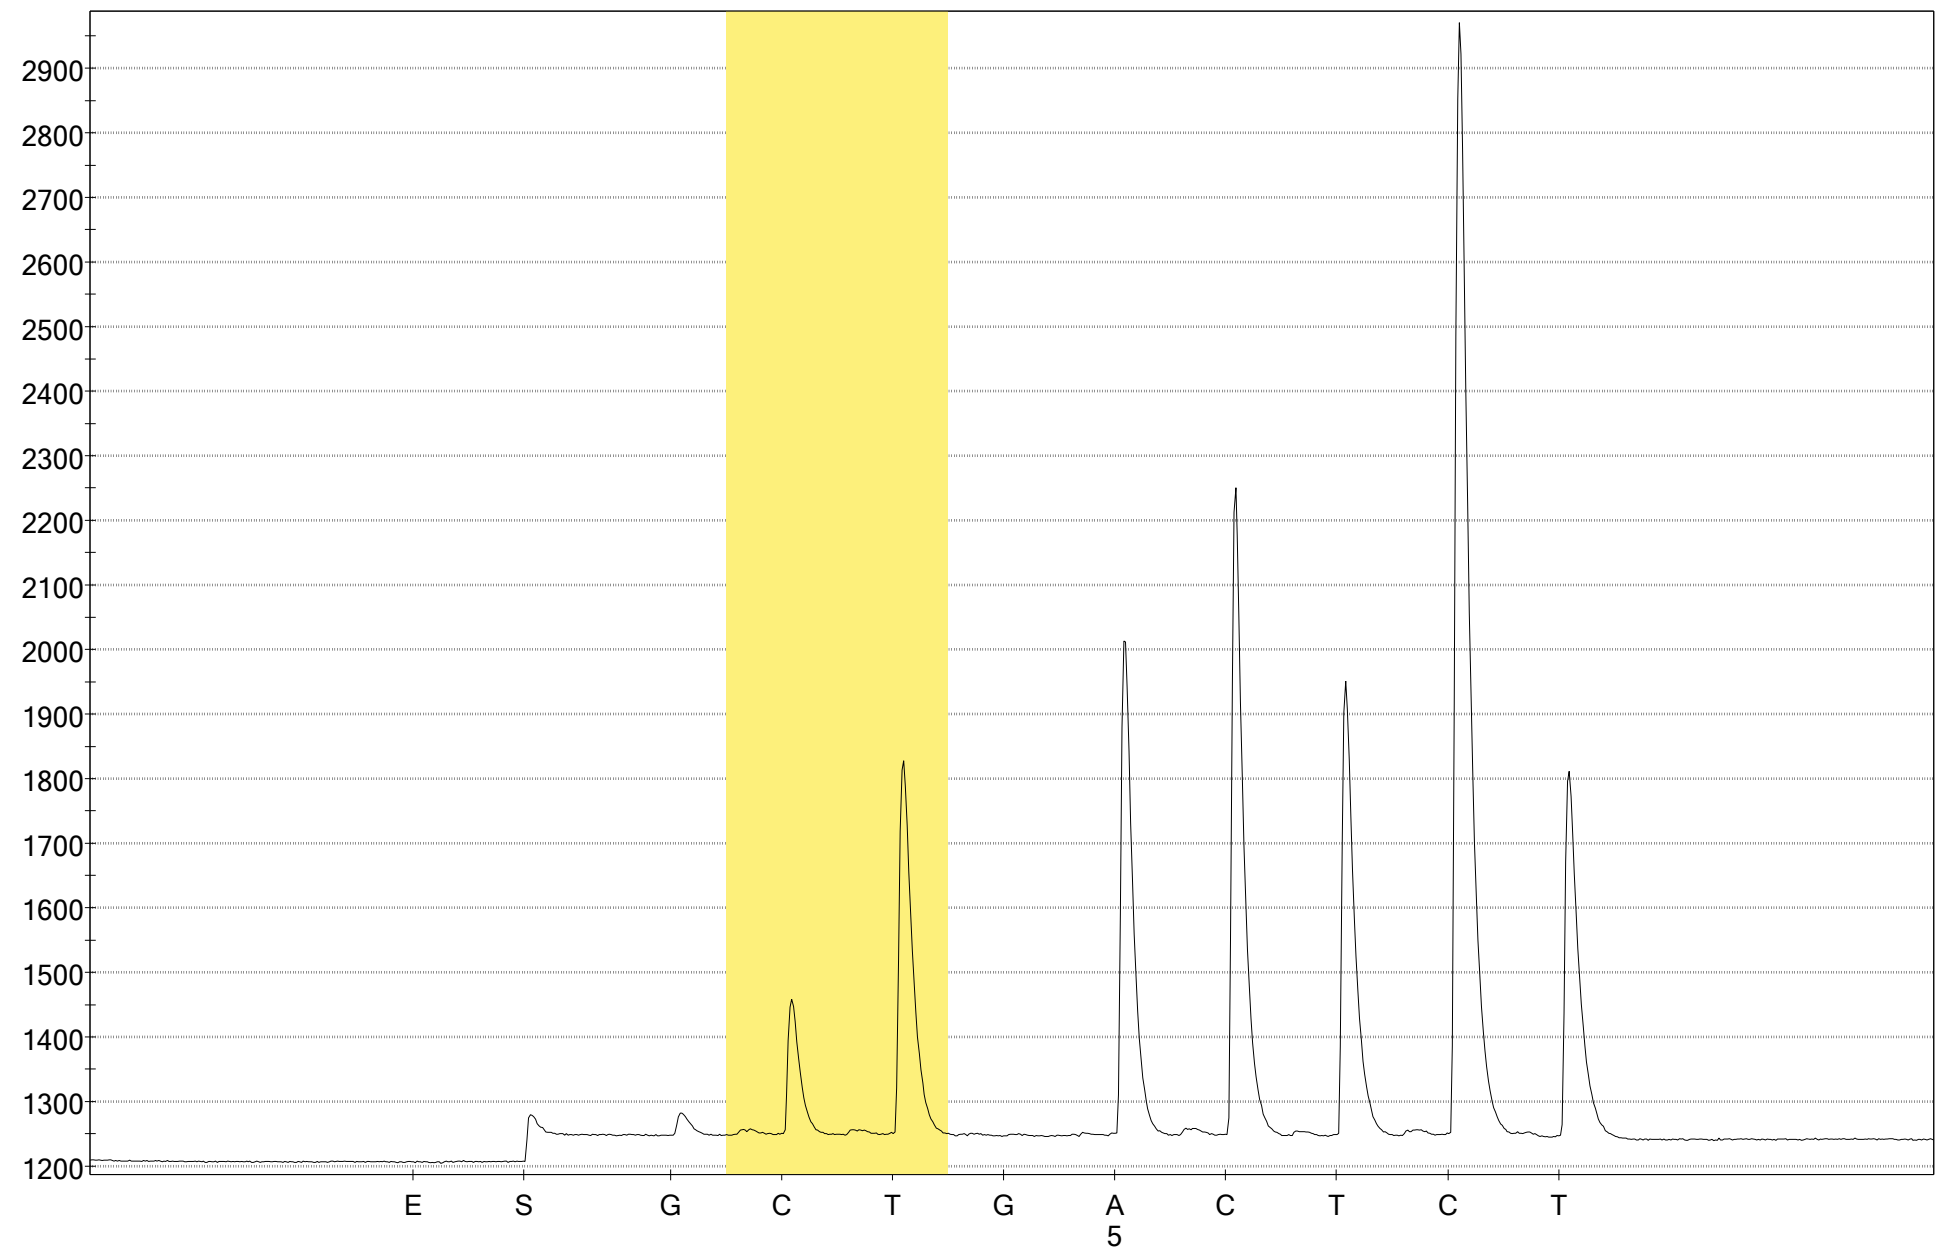

145 - Well G1  
Entry: Apba2  
1: C: 23.6% / T: 76.4%  
(Passed)

C:23.6%  
T:76.4%

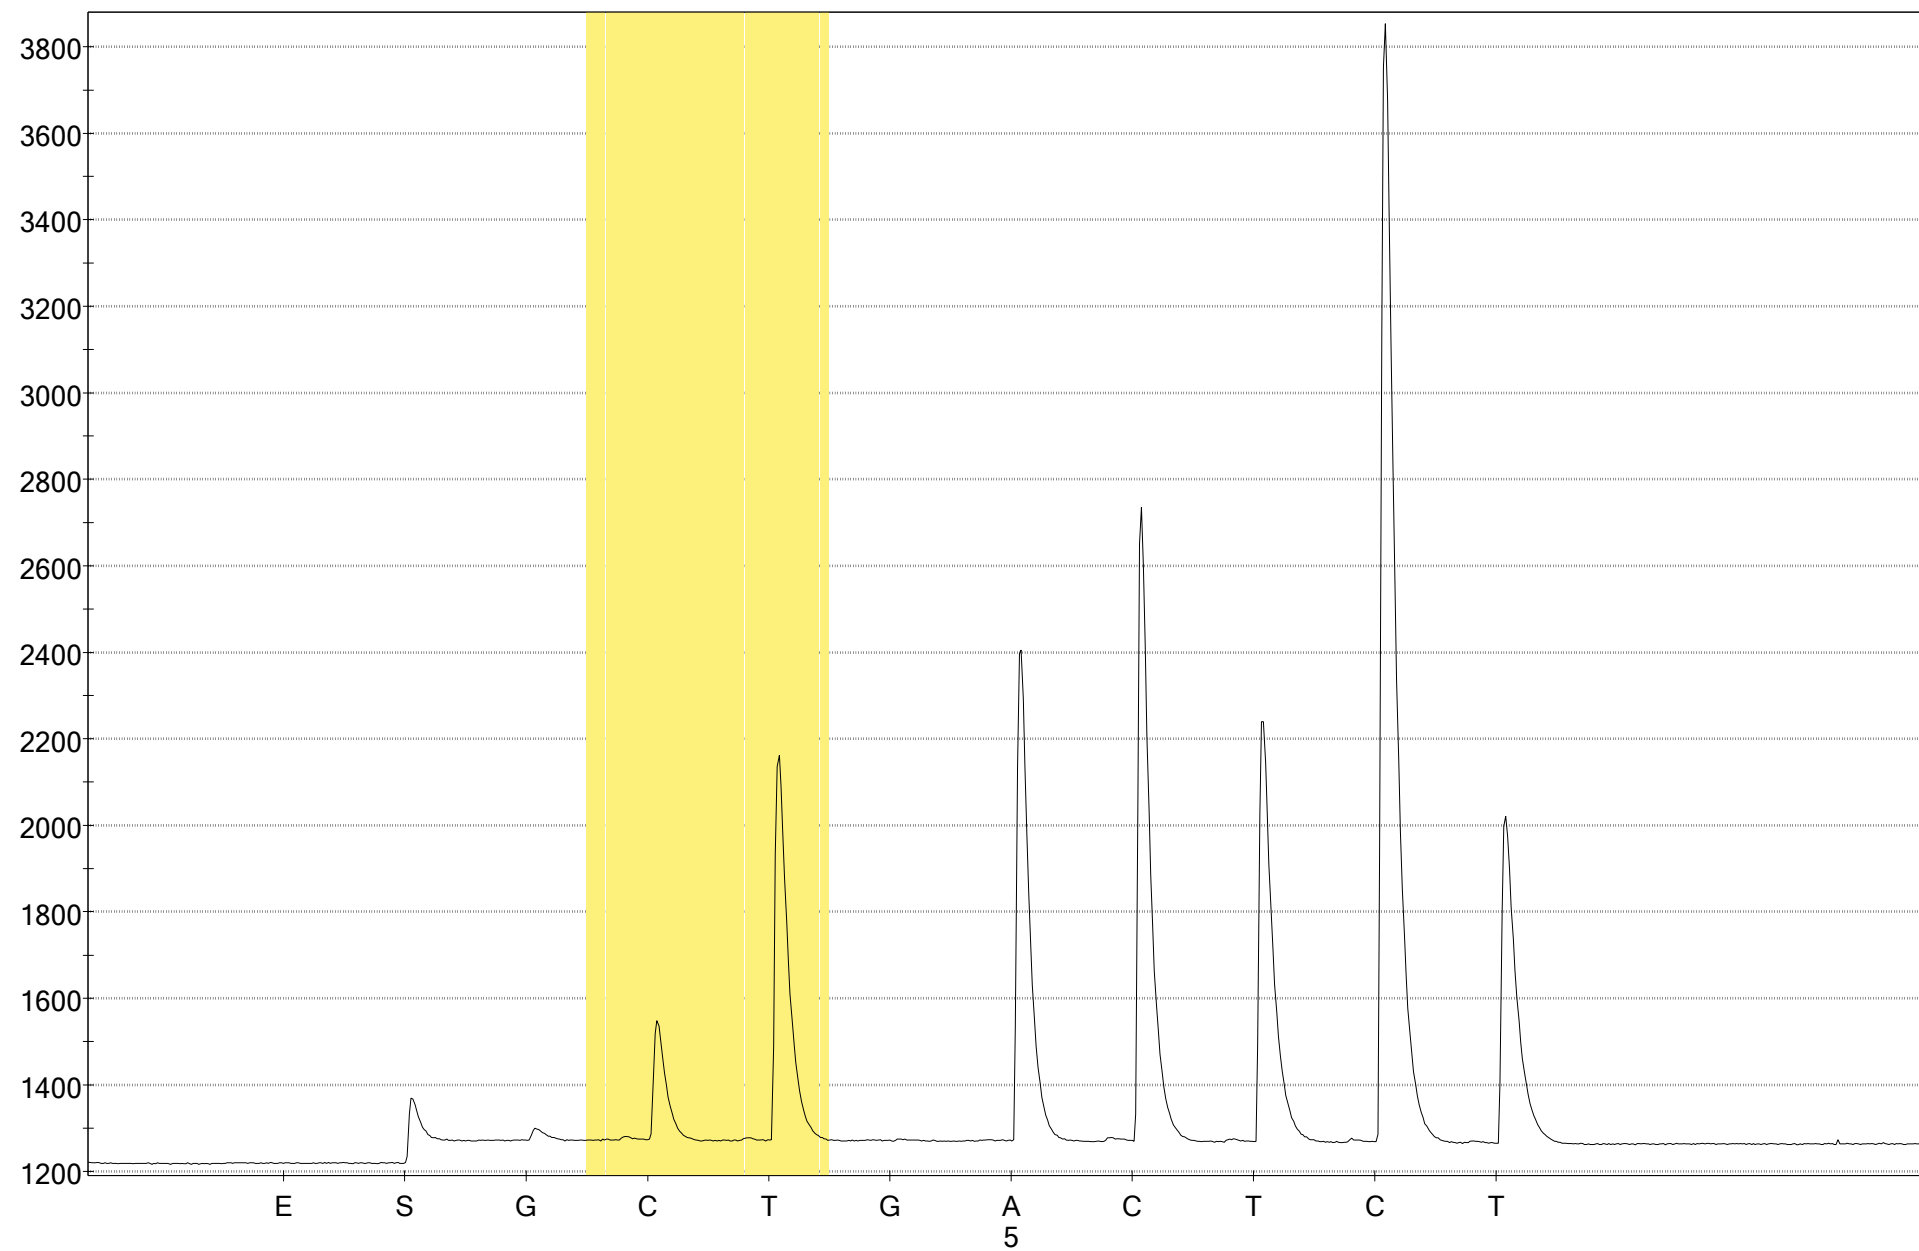

dna - Well G1  
Entry: Apba2  
1: C: 21.4% / T: 78.6%  
(Passed)

C:21.4%  
T:78.6%

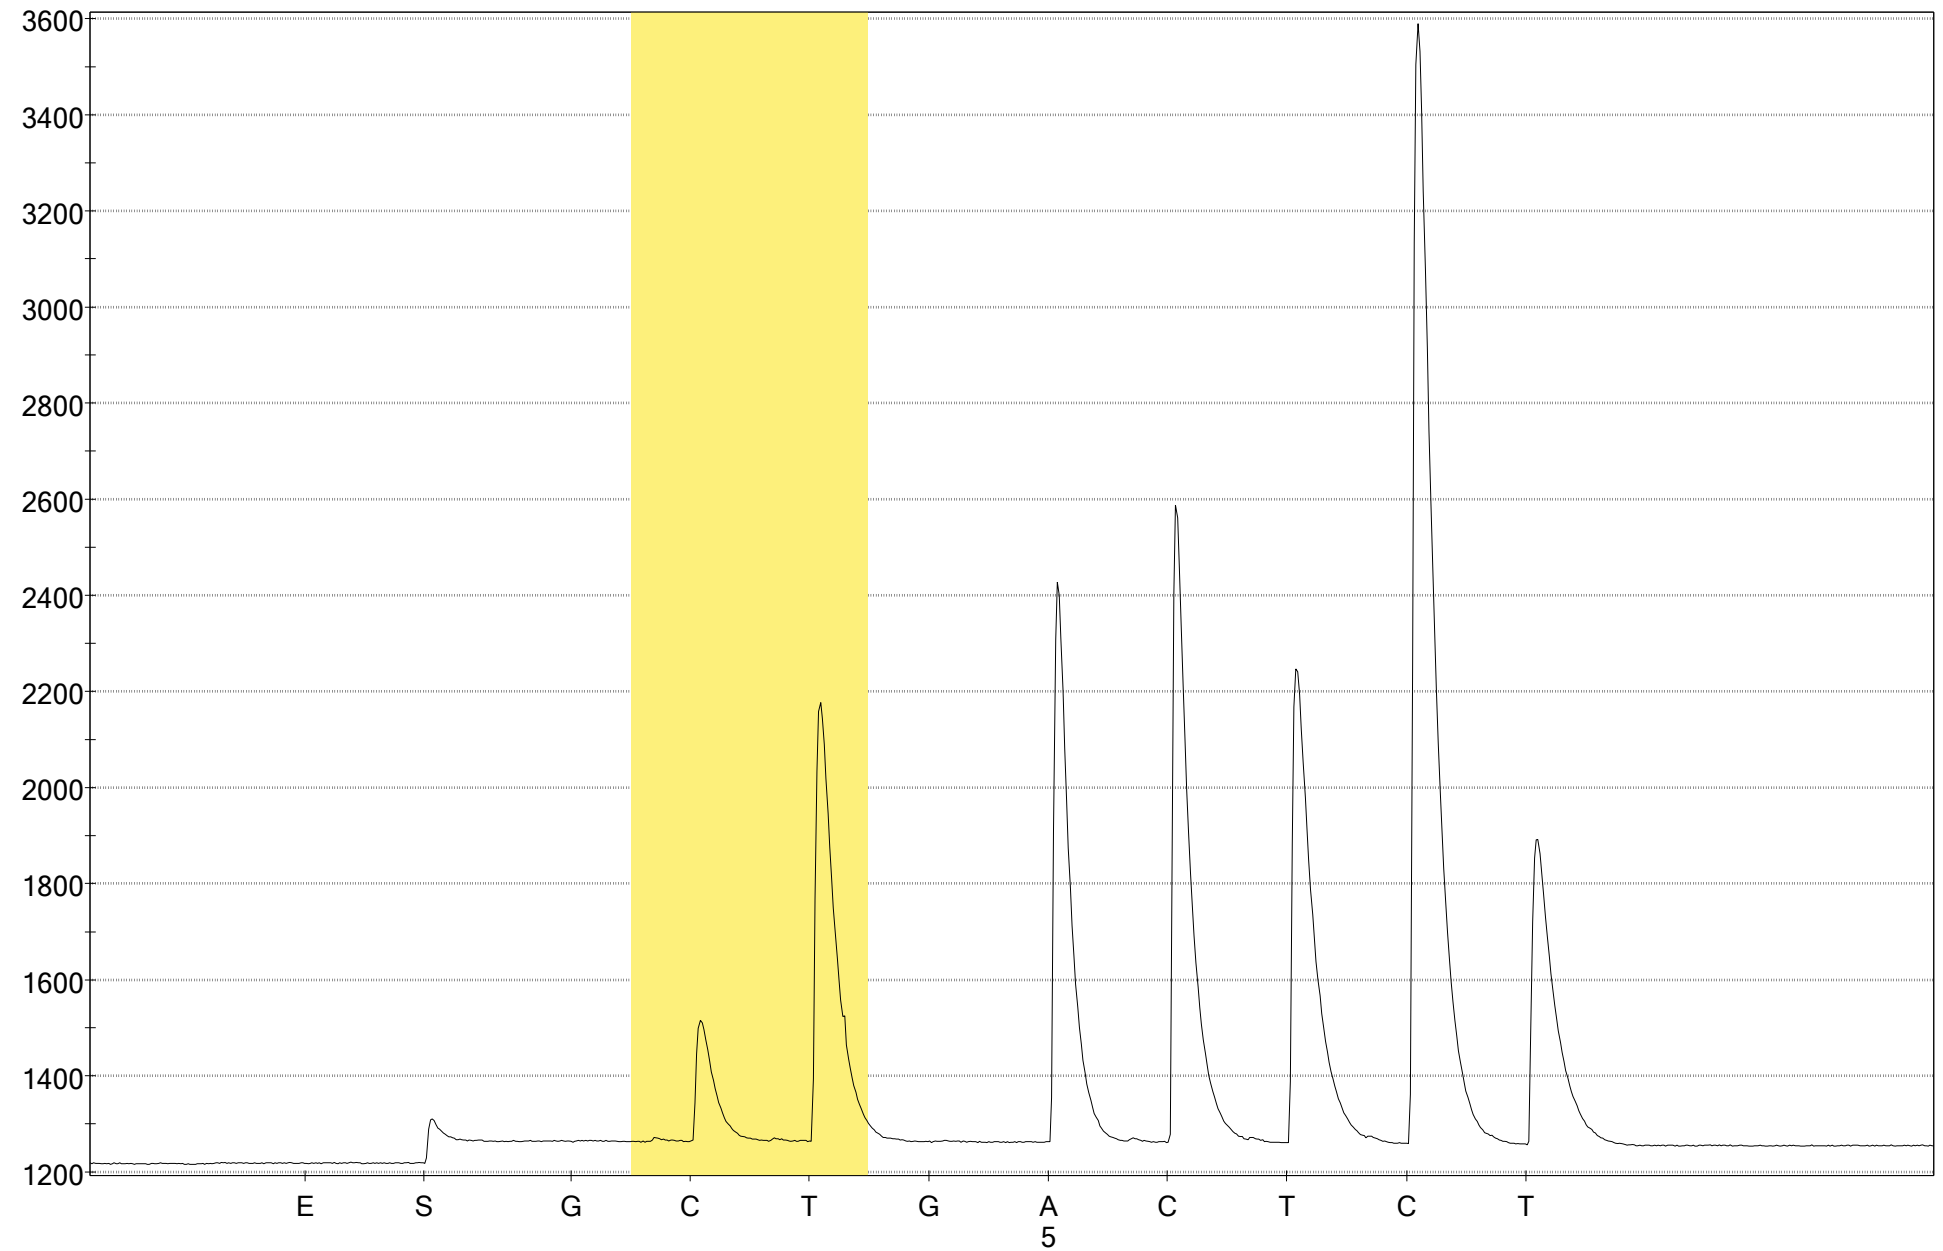

dna - Well G7  
Entry: Apba2  
1: C: 17.6% / T: 82.4%  
(Passed)

C:17.6%  
T:82.4%

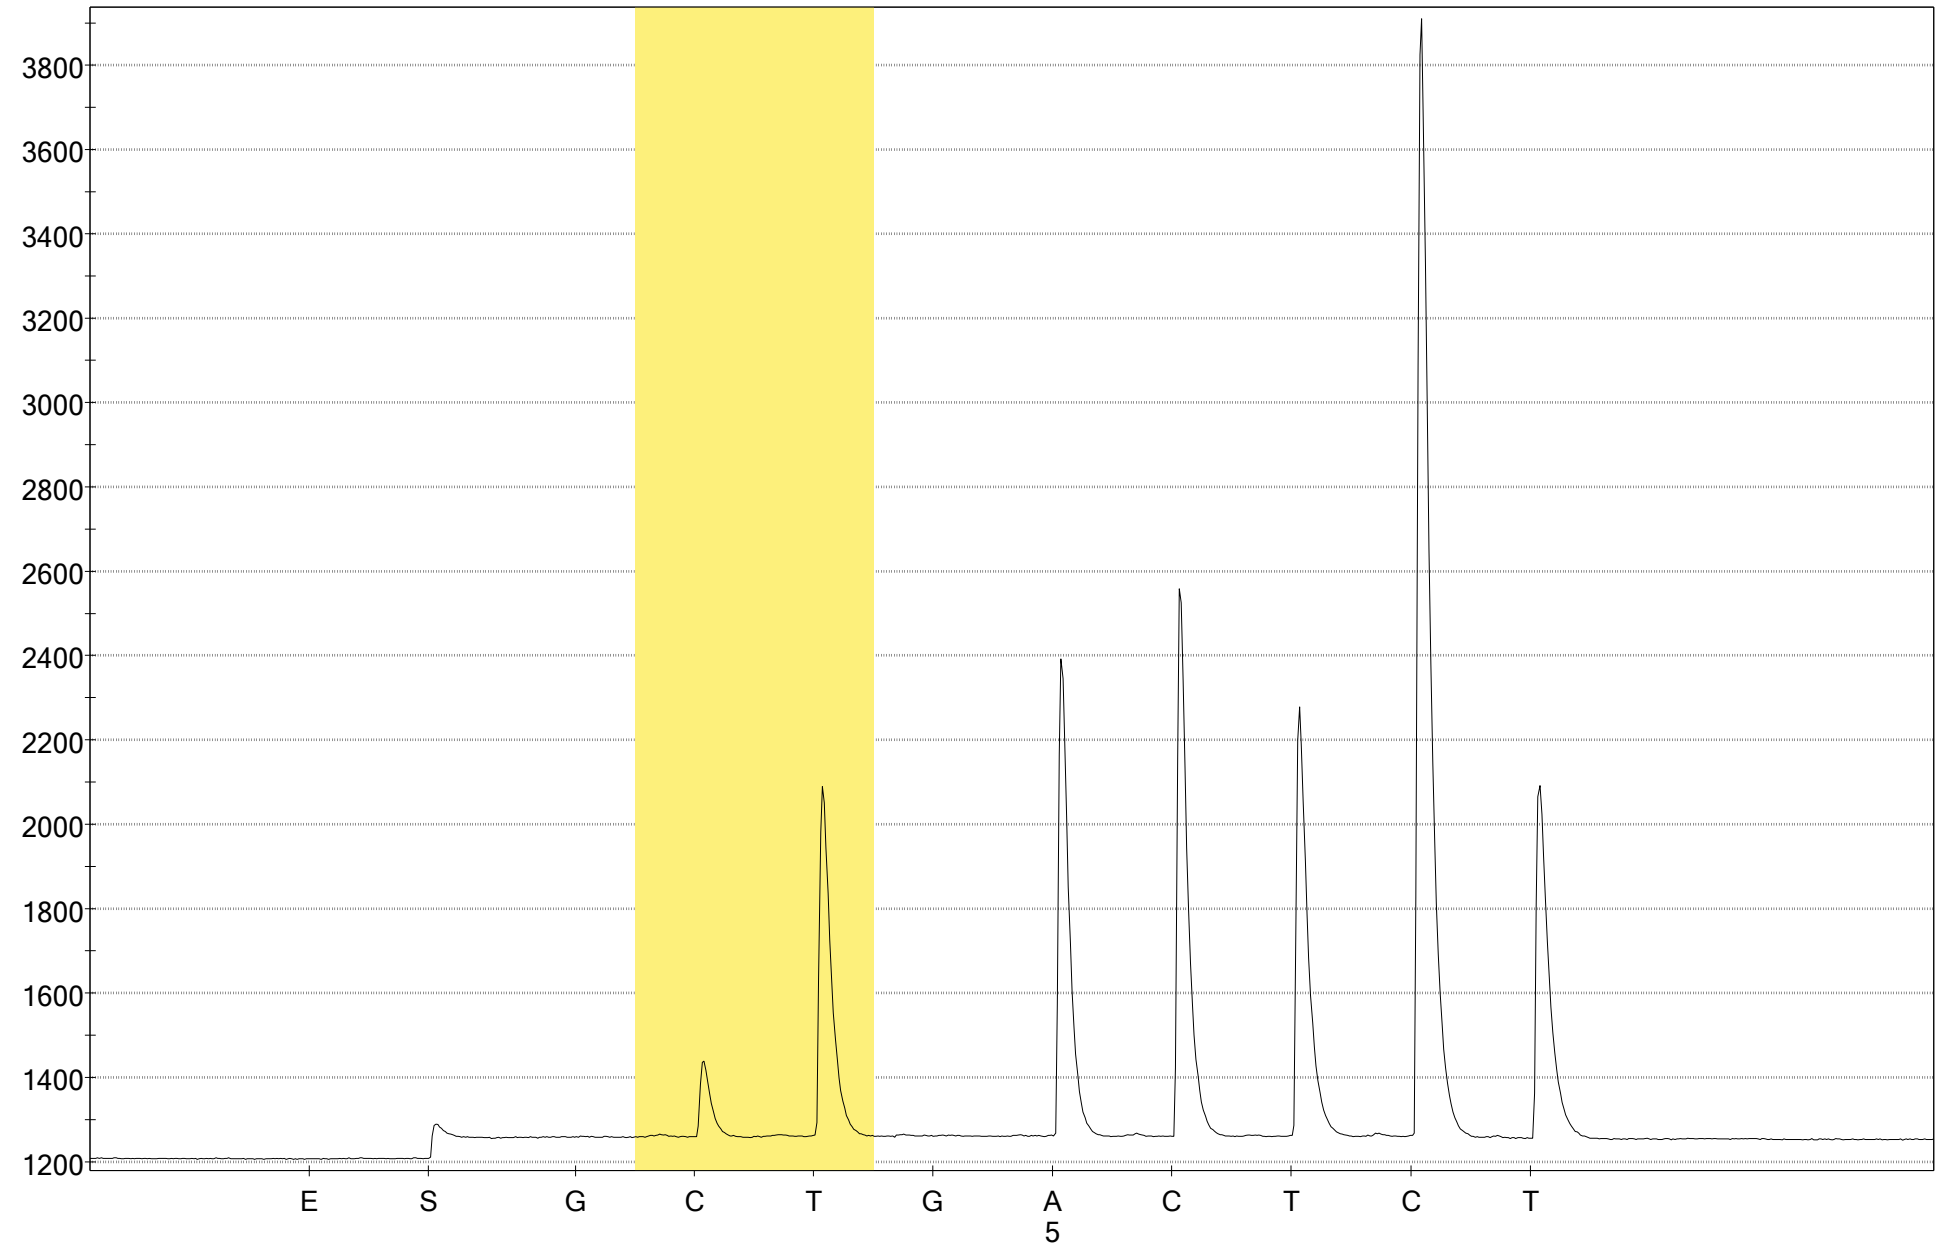

10 uL universal (141+157) - Well C1  
Entry: Adam23  
2: C: 39.7% / T: 60.3%  
(Passed)

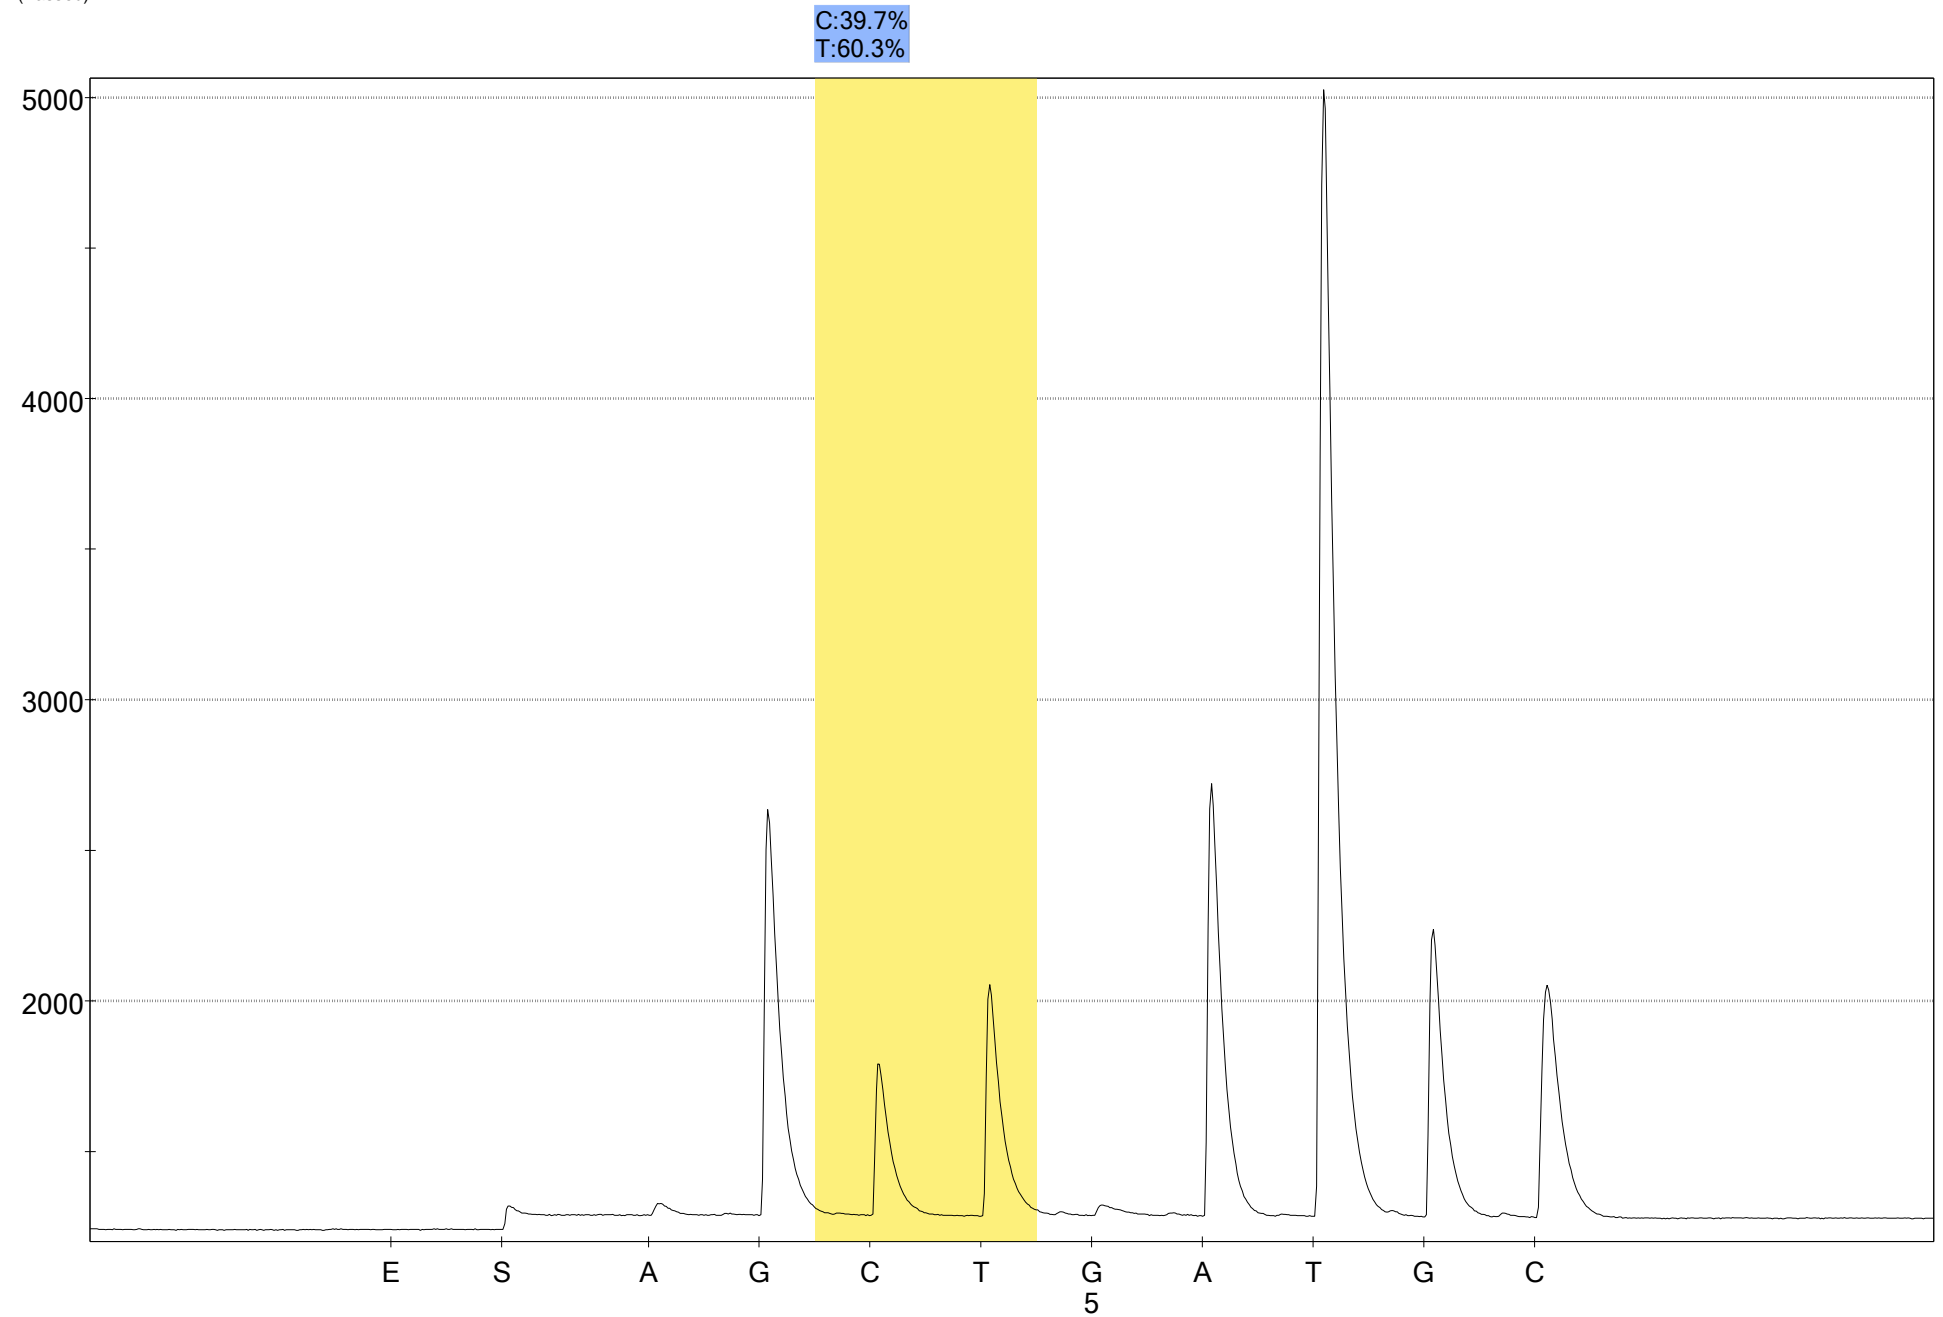

10 uL universal (141+157) - Well C7

Entry: Adam23

2: C: 54.9% / T: 45.1%

(Passed)

C:54.9%  
T:45.1%

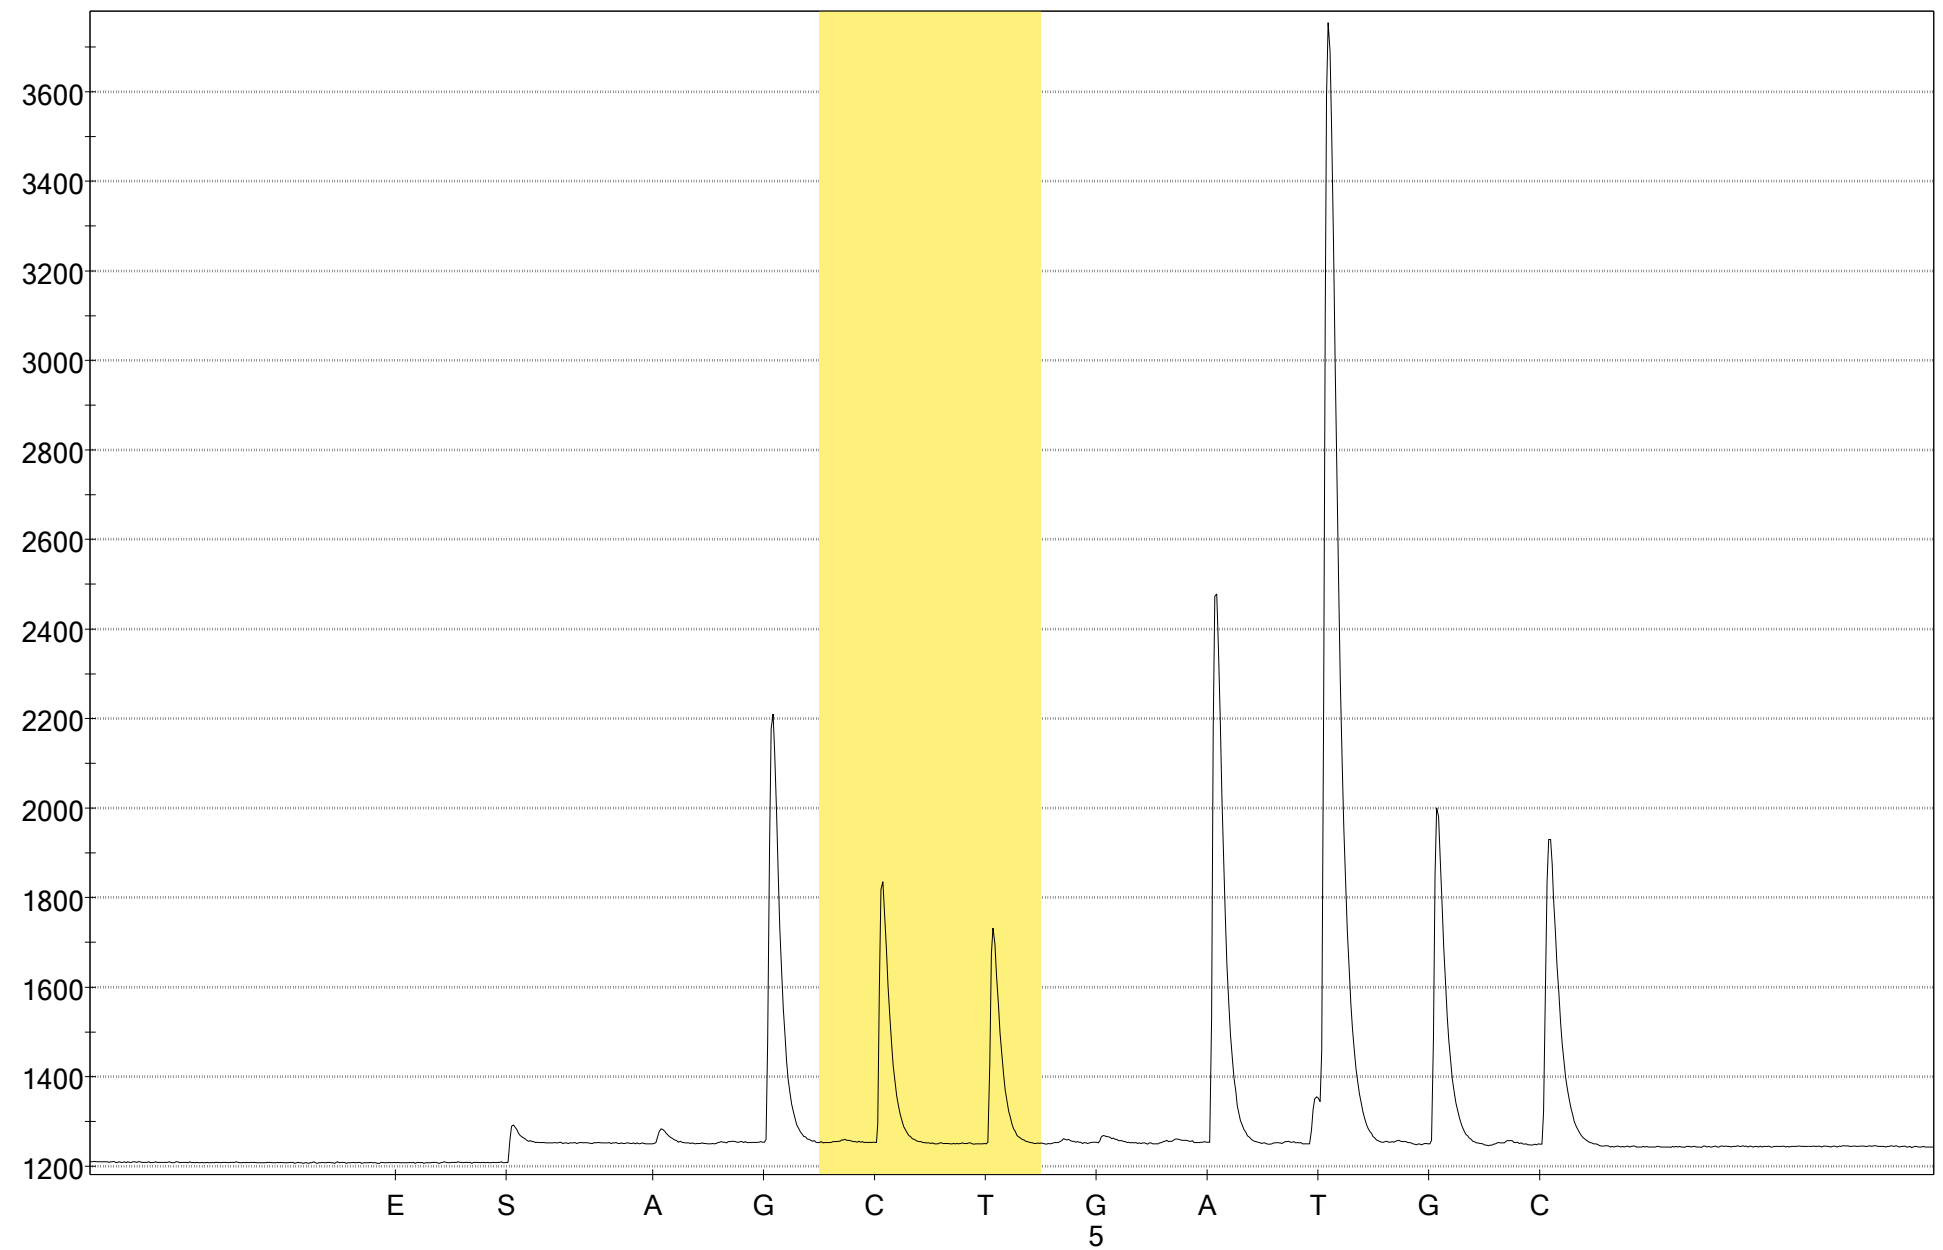

145 - Well C1  
Entry: Adam23  
2: C: 35.8% / T: 64.2%  
(Passed)

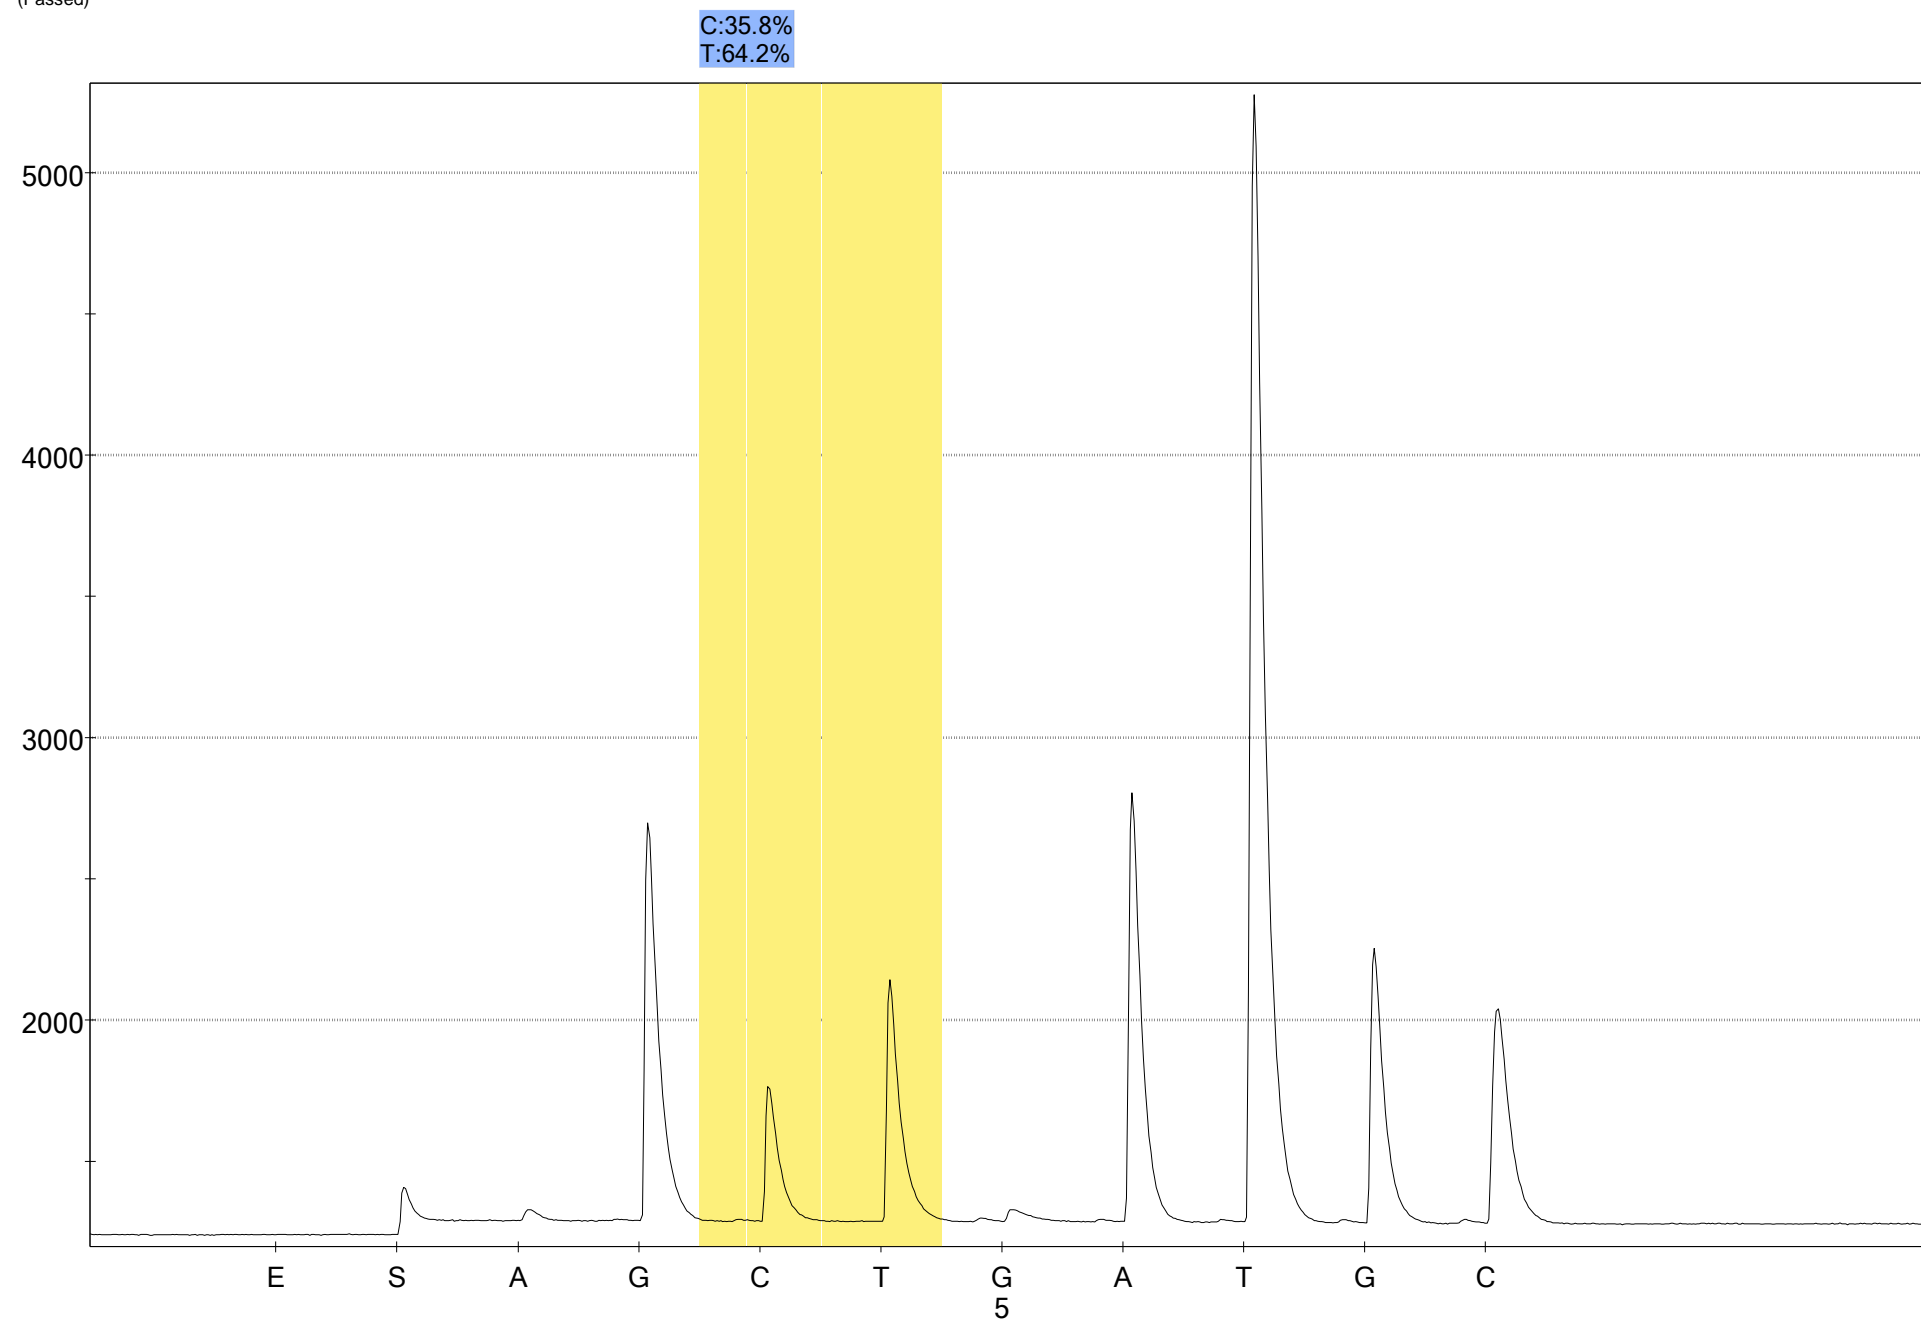

dna - Well C1  
Entry: Adam23  
2: C: 56.6% / T: 43.4%  
(Passed)

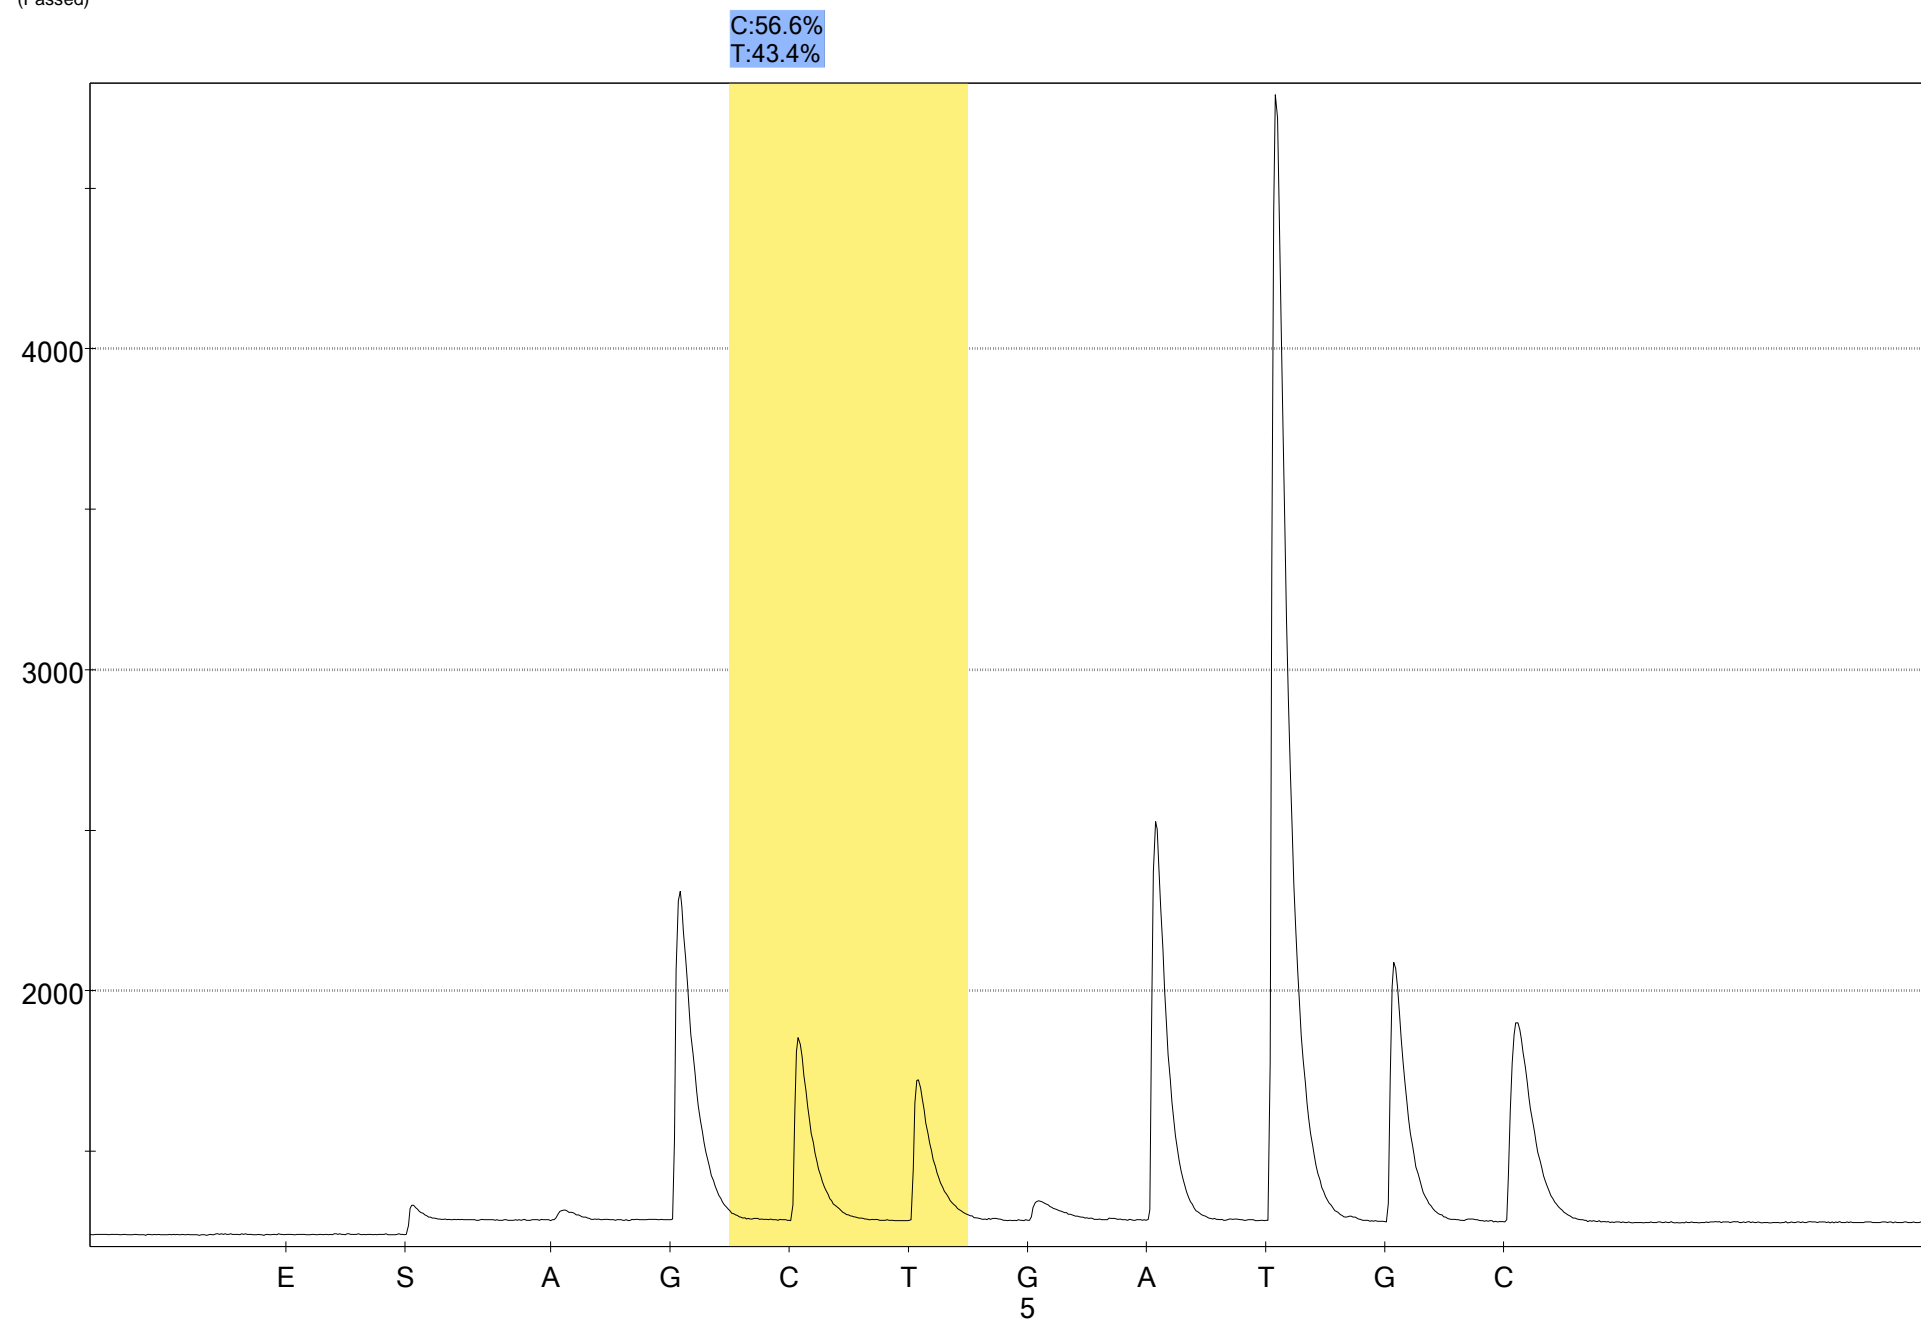

dna - Well C7  
Entry: Adam23  
2: C: 50.1% / T: 49.9%  
(Passed)

C:50.1%  
T:49.9%

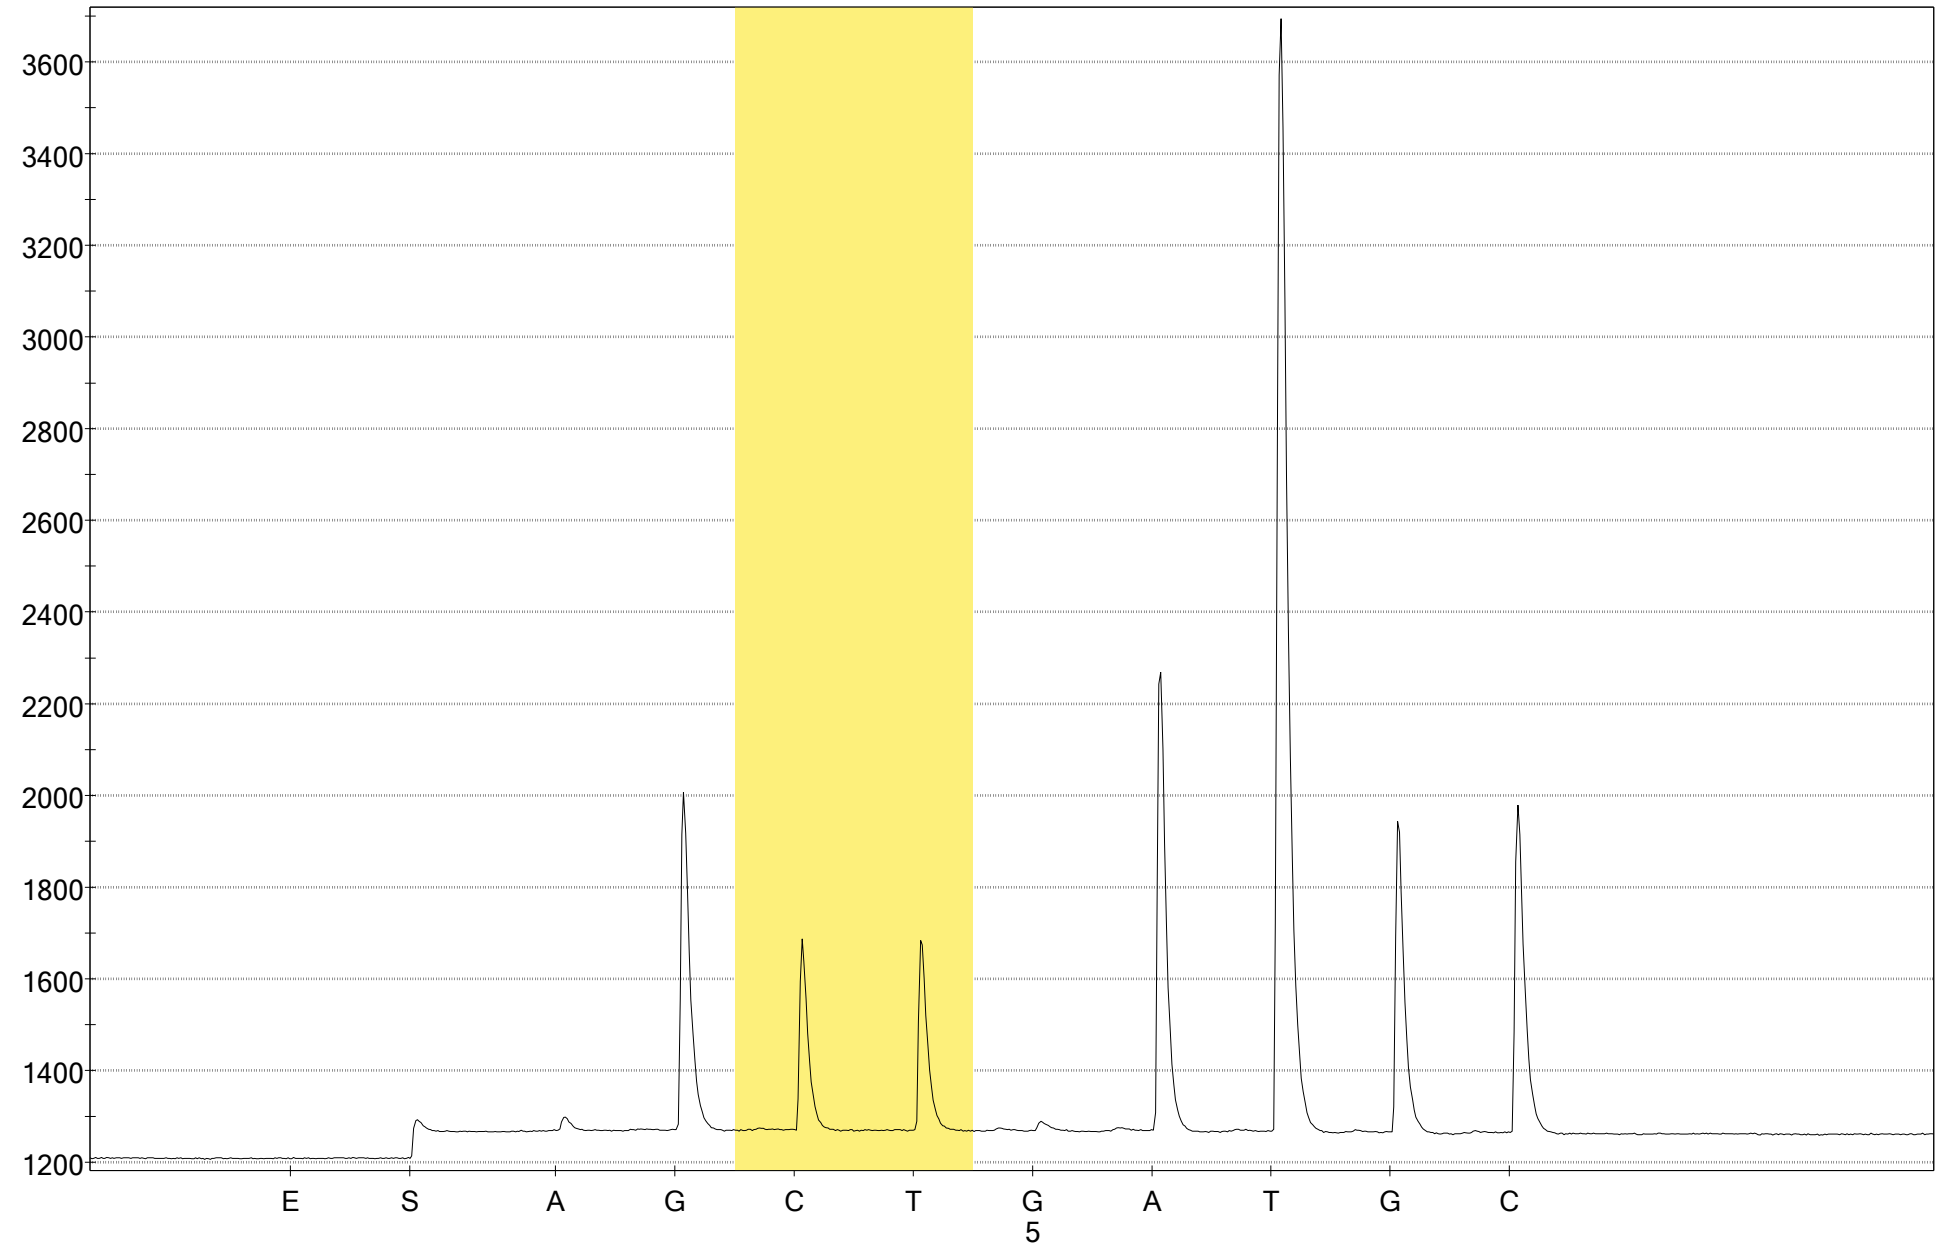

10 uL universal (141+157) - Well G6

Entry: Wars

4: A: 53.6% / G: 46.4%

(Passed)

A:53.6%  
G:46.4%

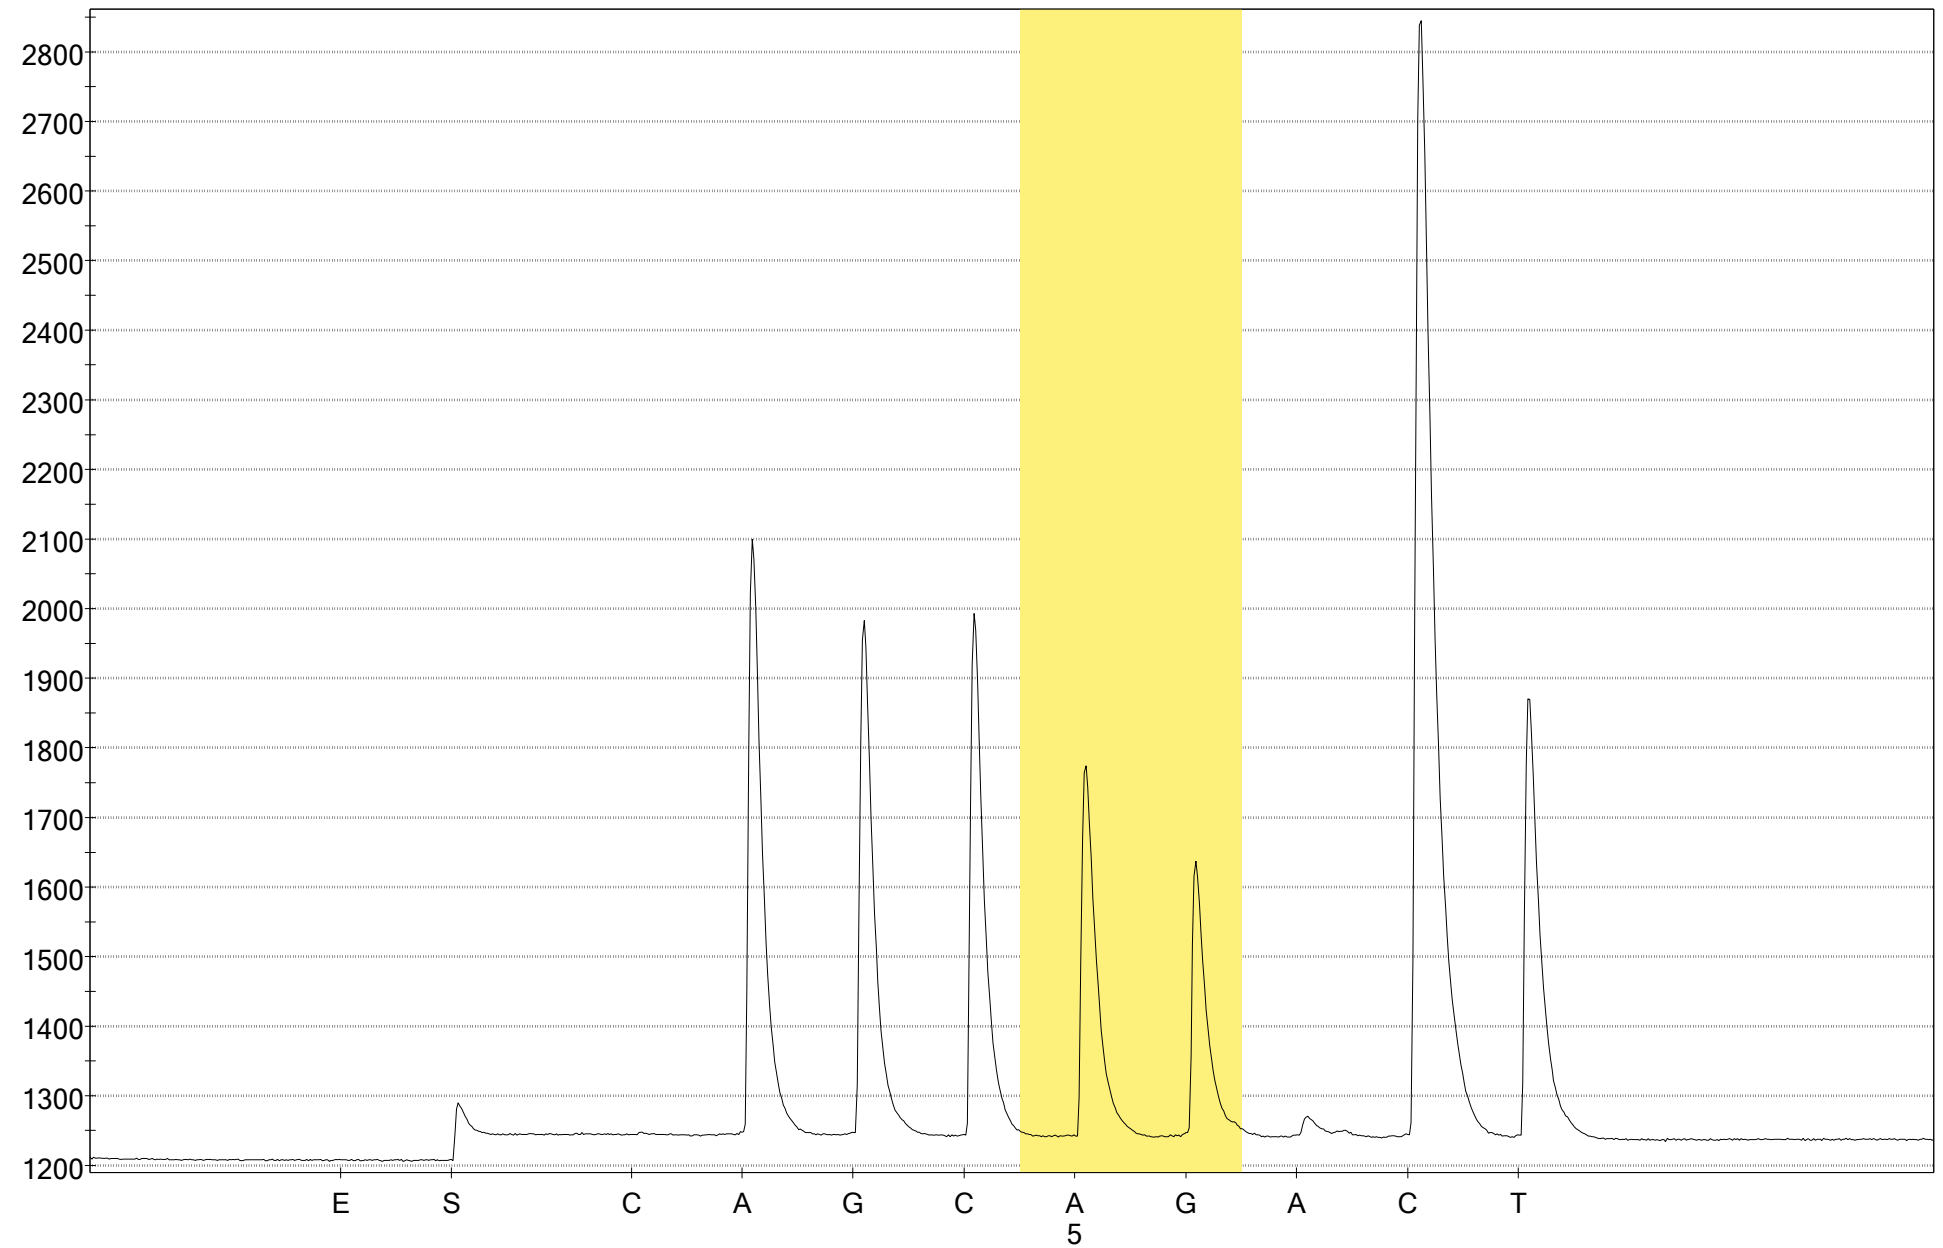

10 uL universal (141+157) - Well G12

Entry: Wars

4: A: 45.8% / G: 54.2%

(Passed)

A:45.8%  
G:54.2%

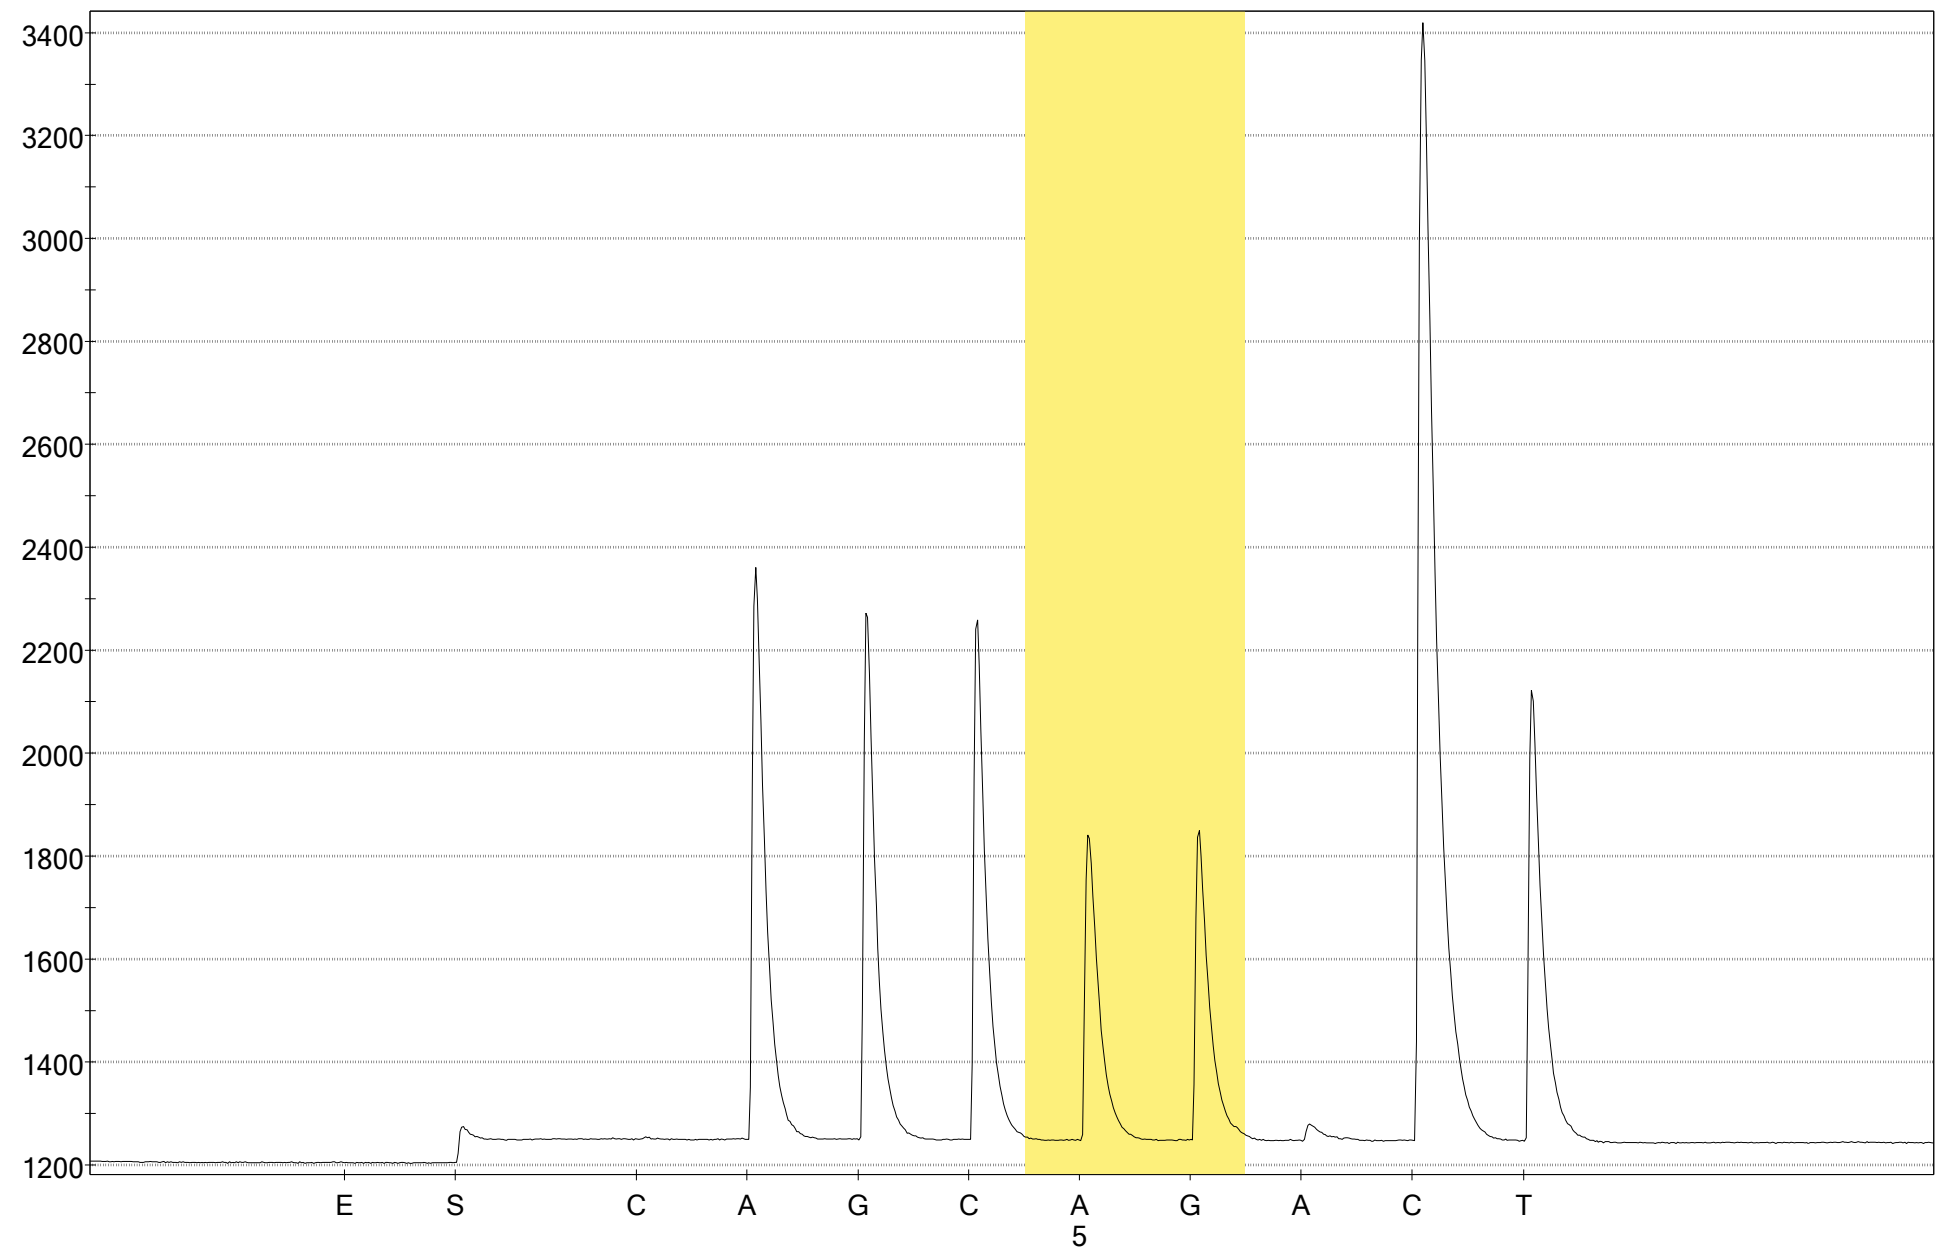

145 - Well G6  
Entry: Wars  
4: A: 54.8% / G: 45.2%  
(Passed)

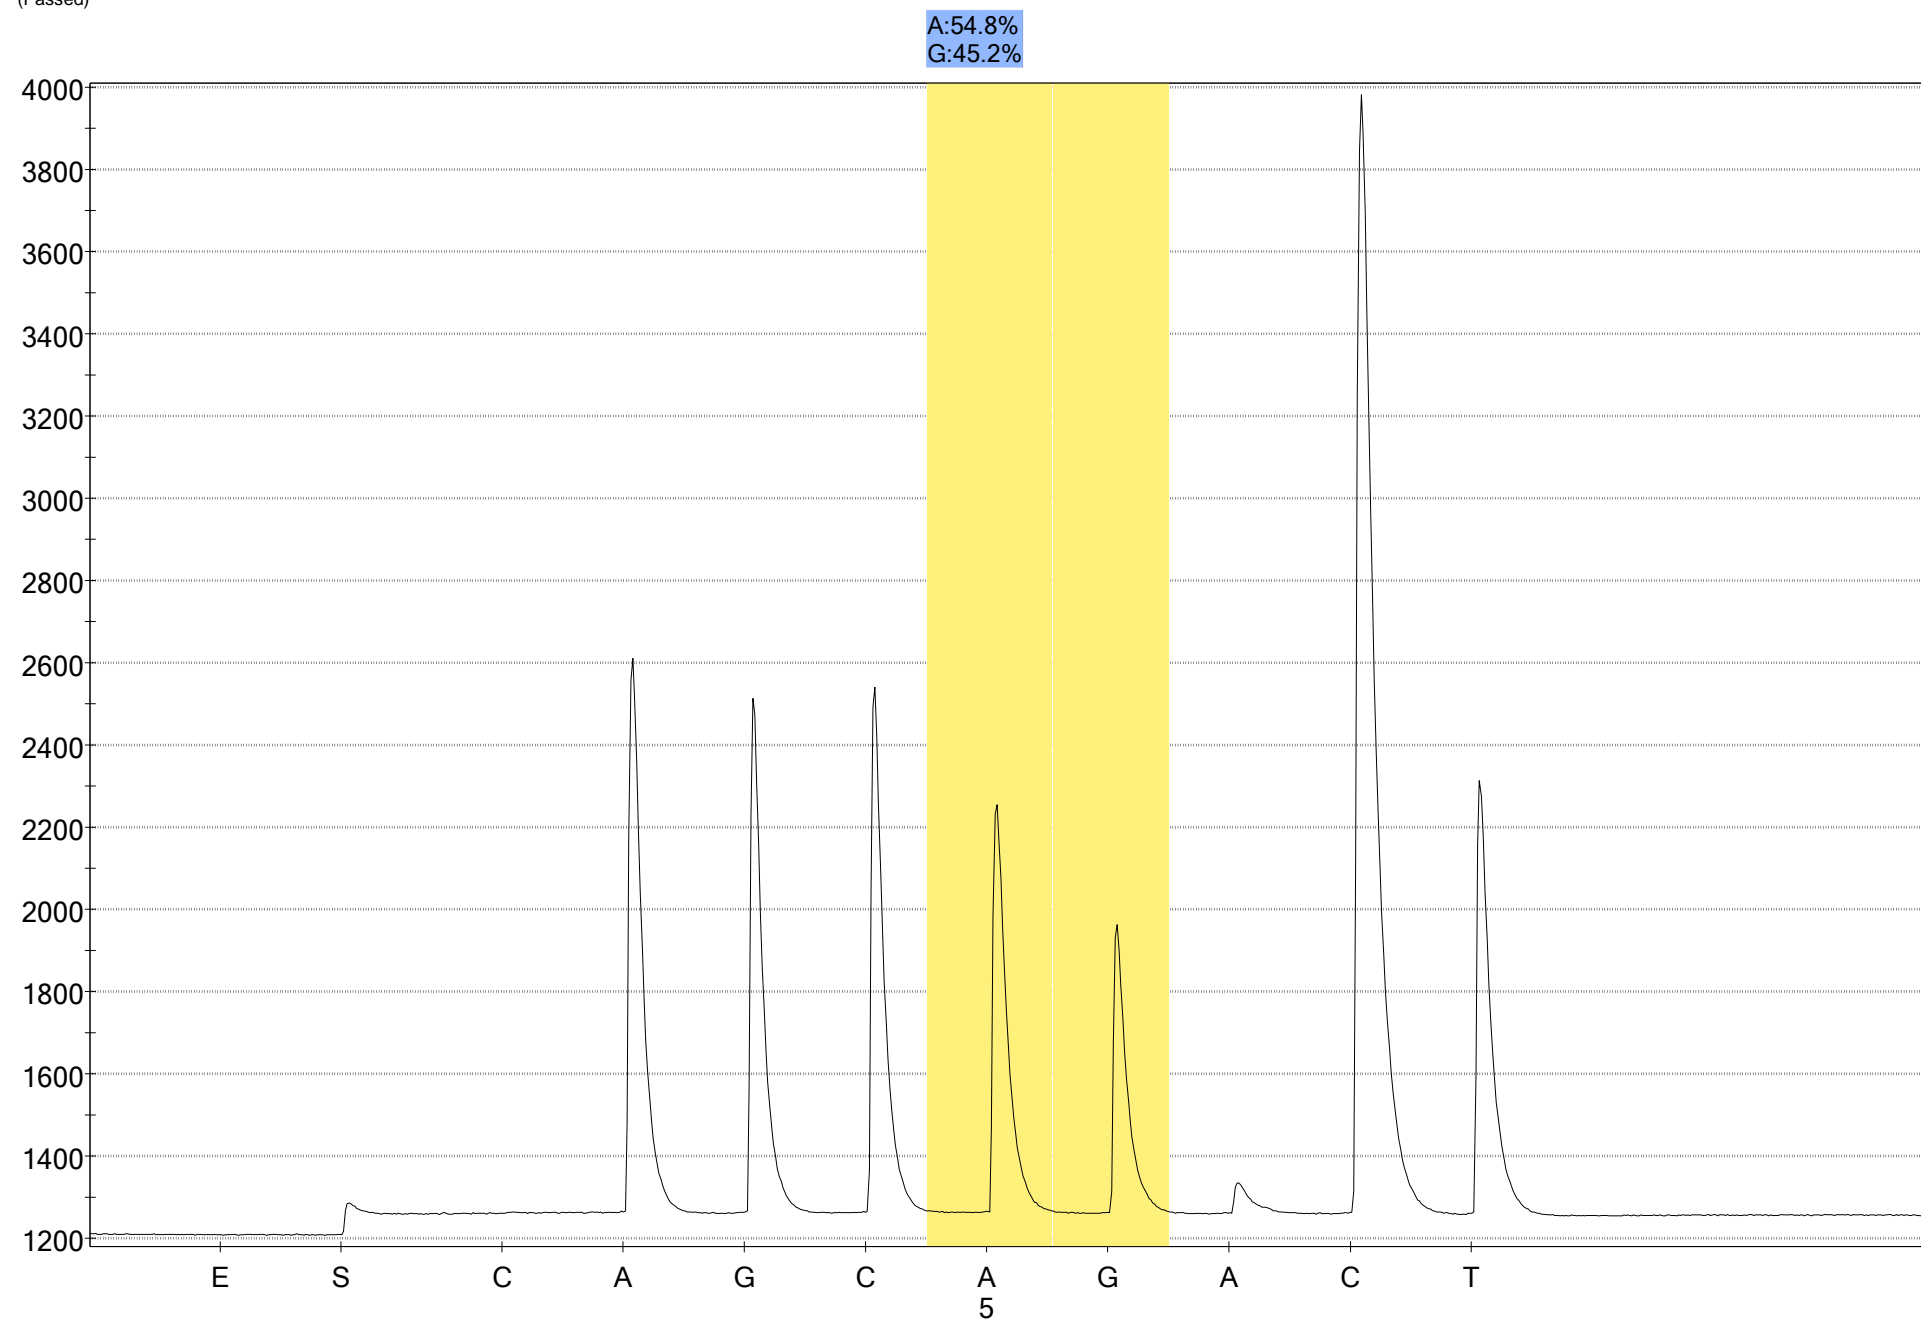

dna - Well G6  
Entry: Wars  
4: A: 51.6% / G: 48.4%  
(Passed)

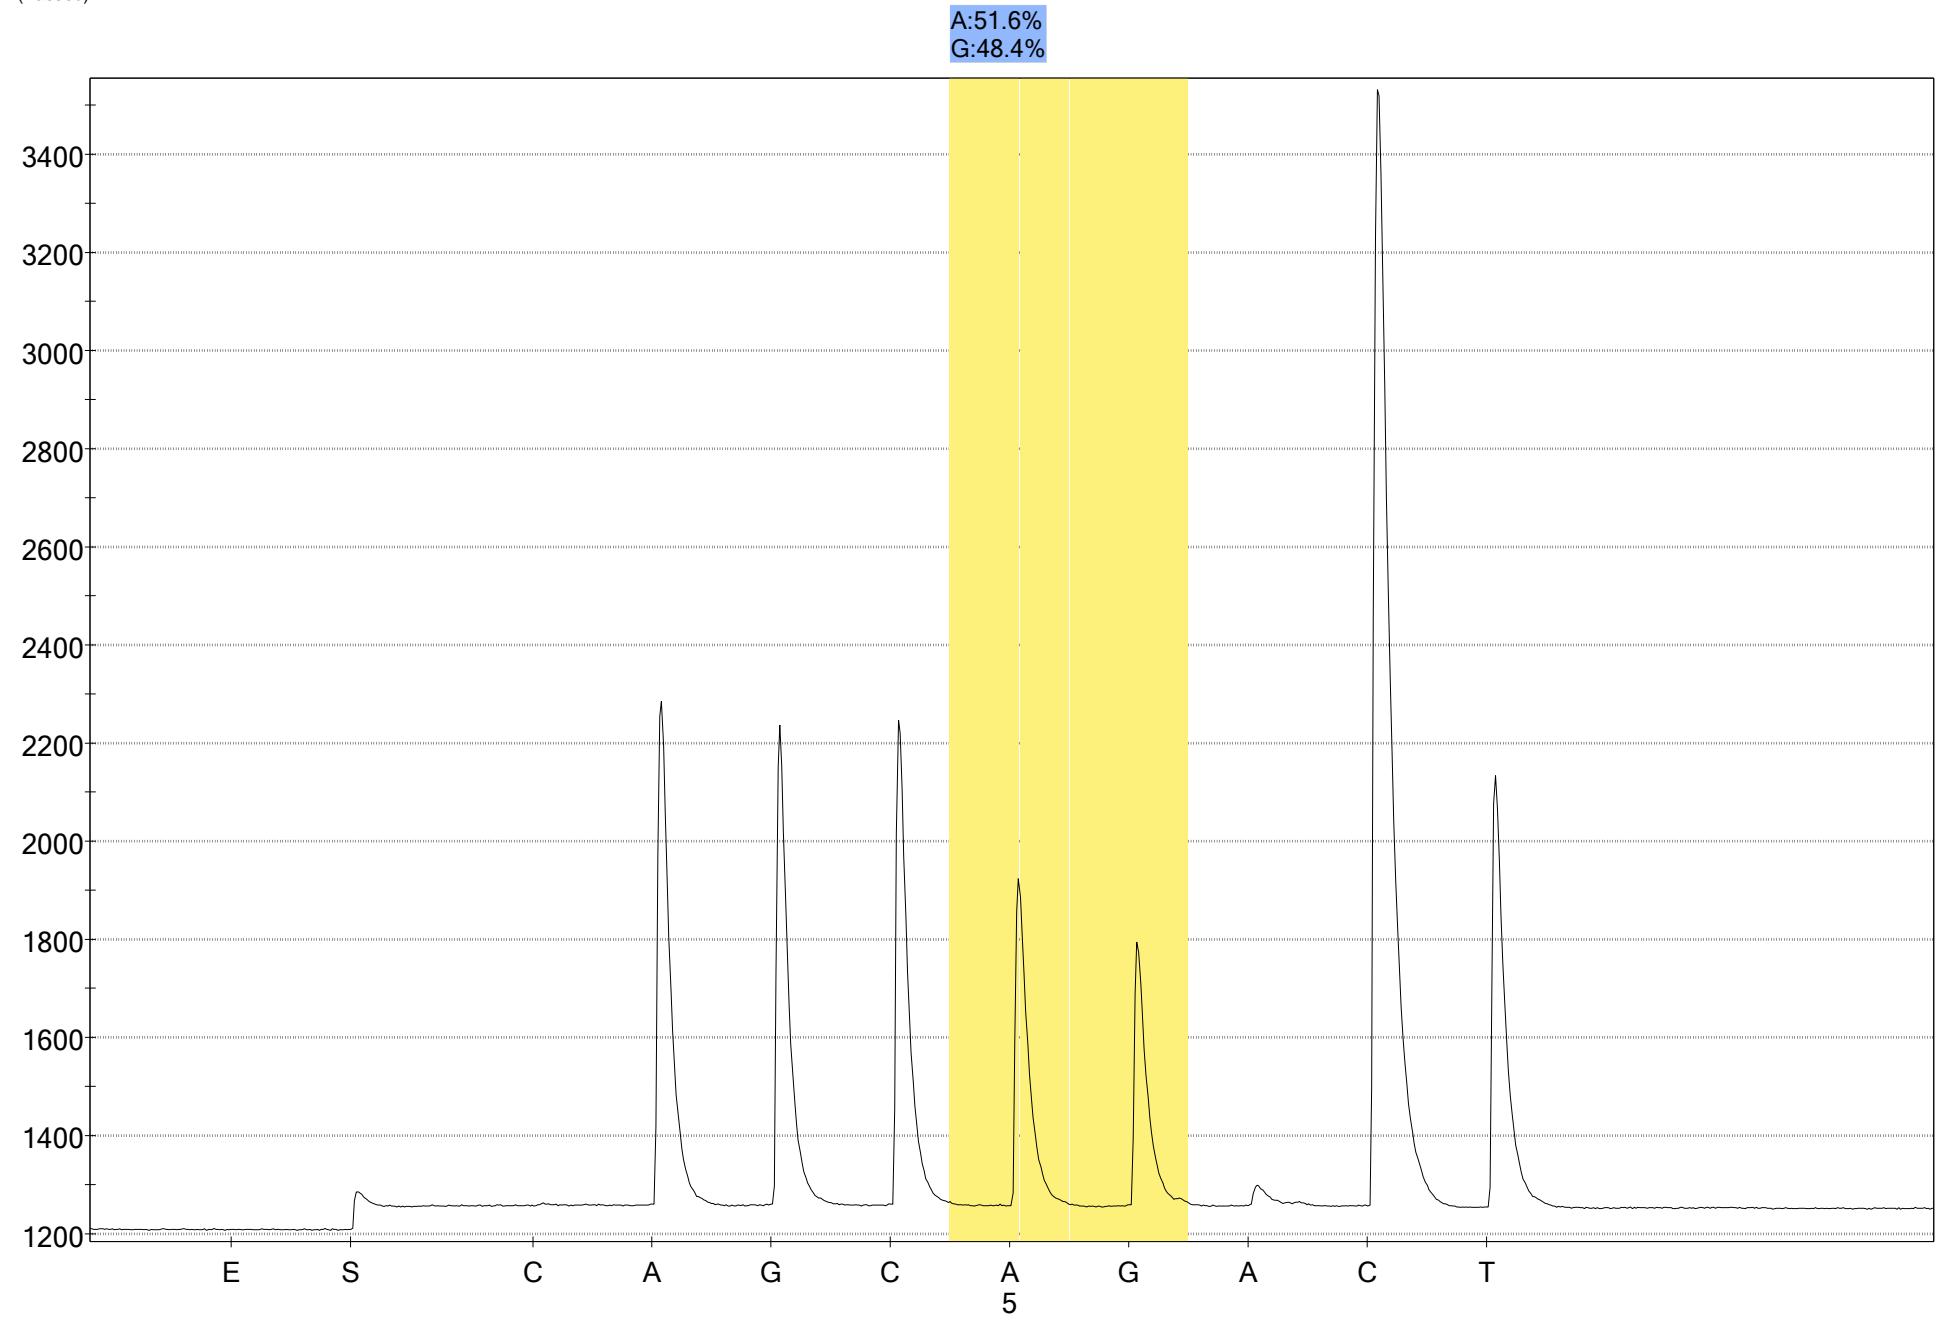

dna - Well G12  
Entry: Wars  
4: A: 51.0% / G: 49.0%  
(Passed)

A:51.0%  
G:49.0%

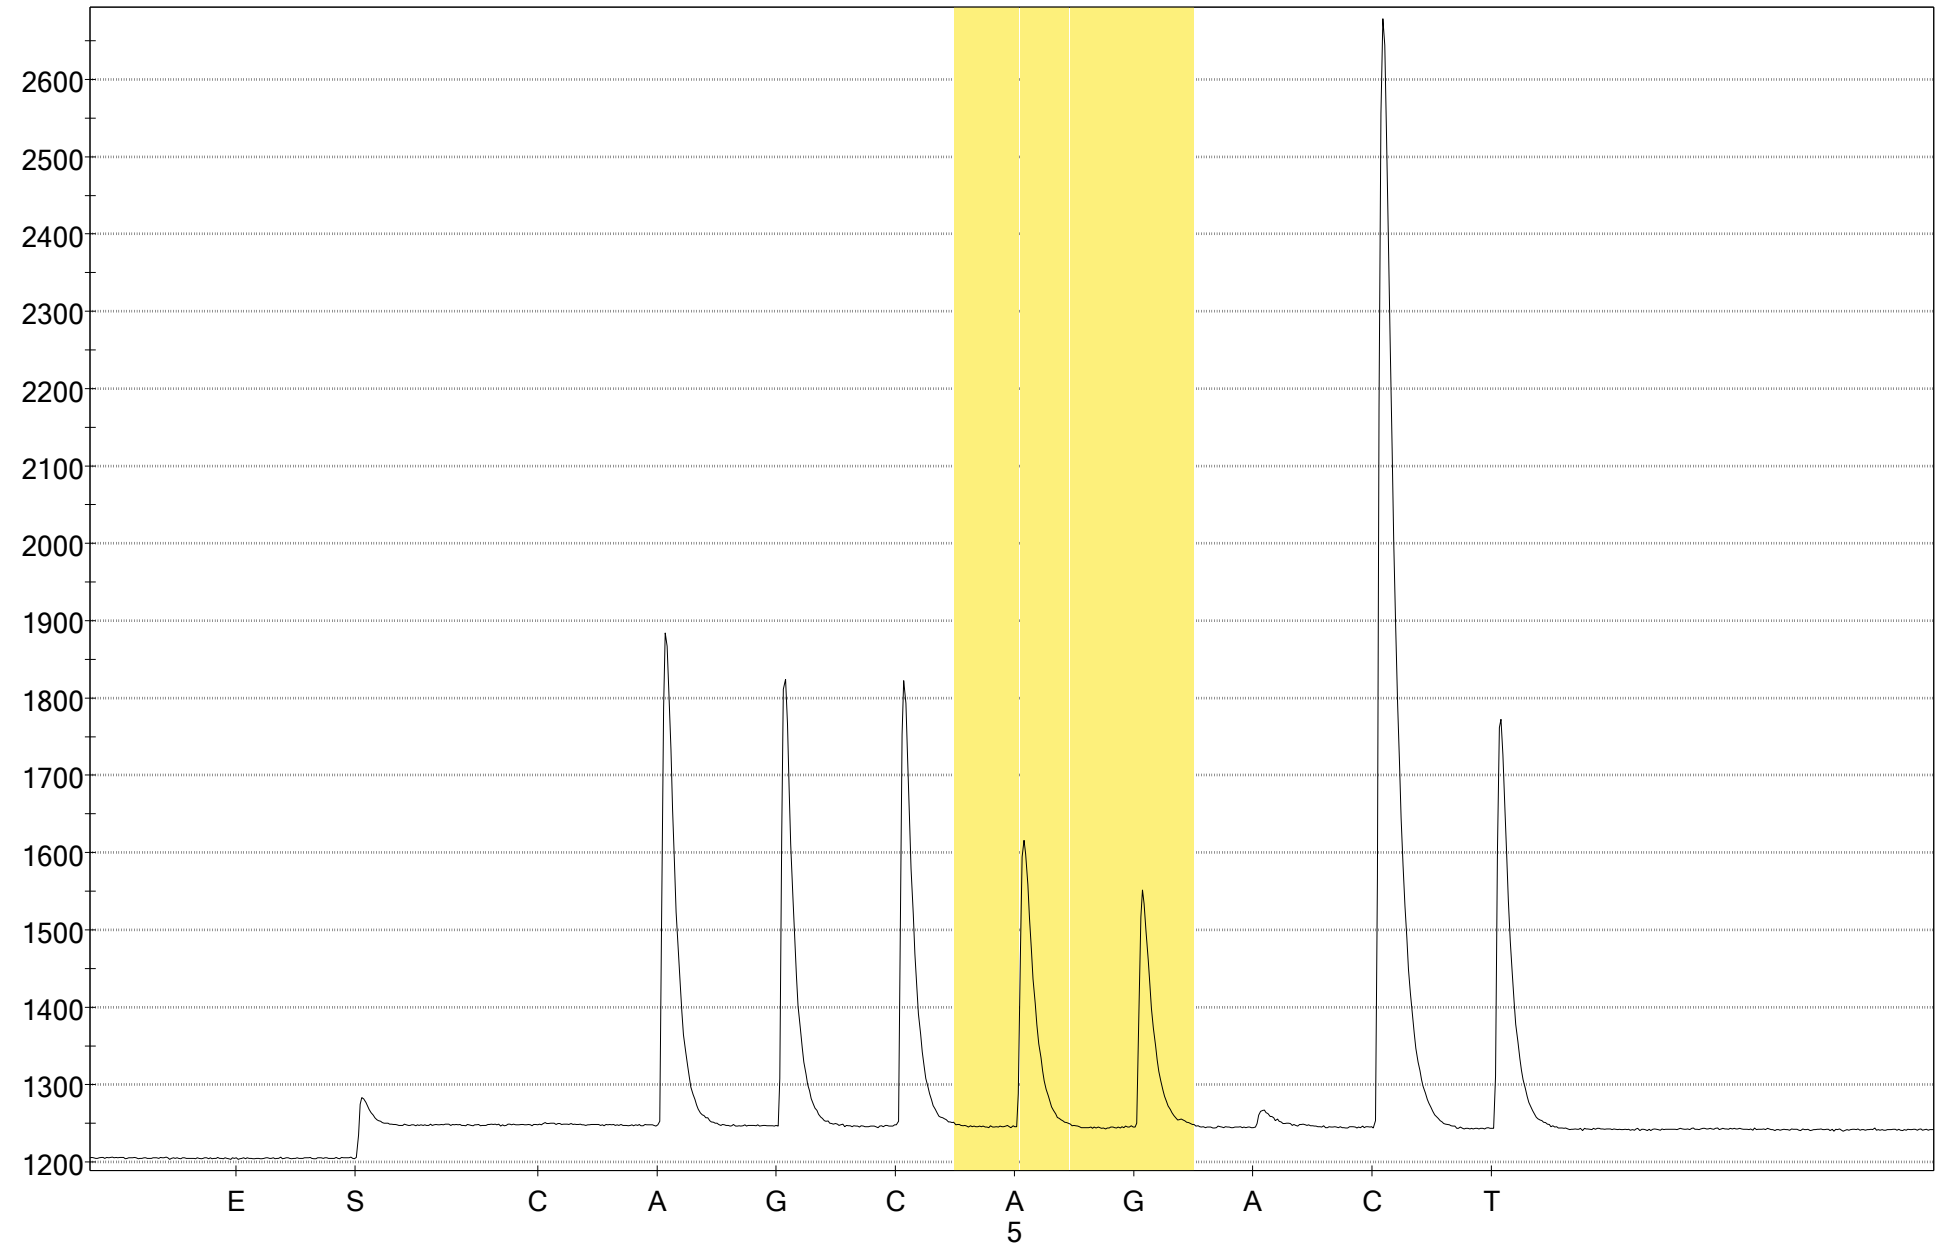

10 uL universal (141+157) - Well B1  
Entry: 5230400G24Rik  
1: C: 87.3% / T: 12.7%  
(Passed)

C:87.3%  
T:12.7%

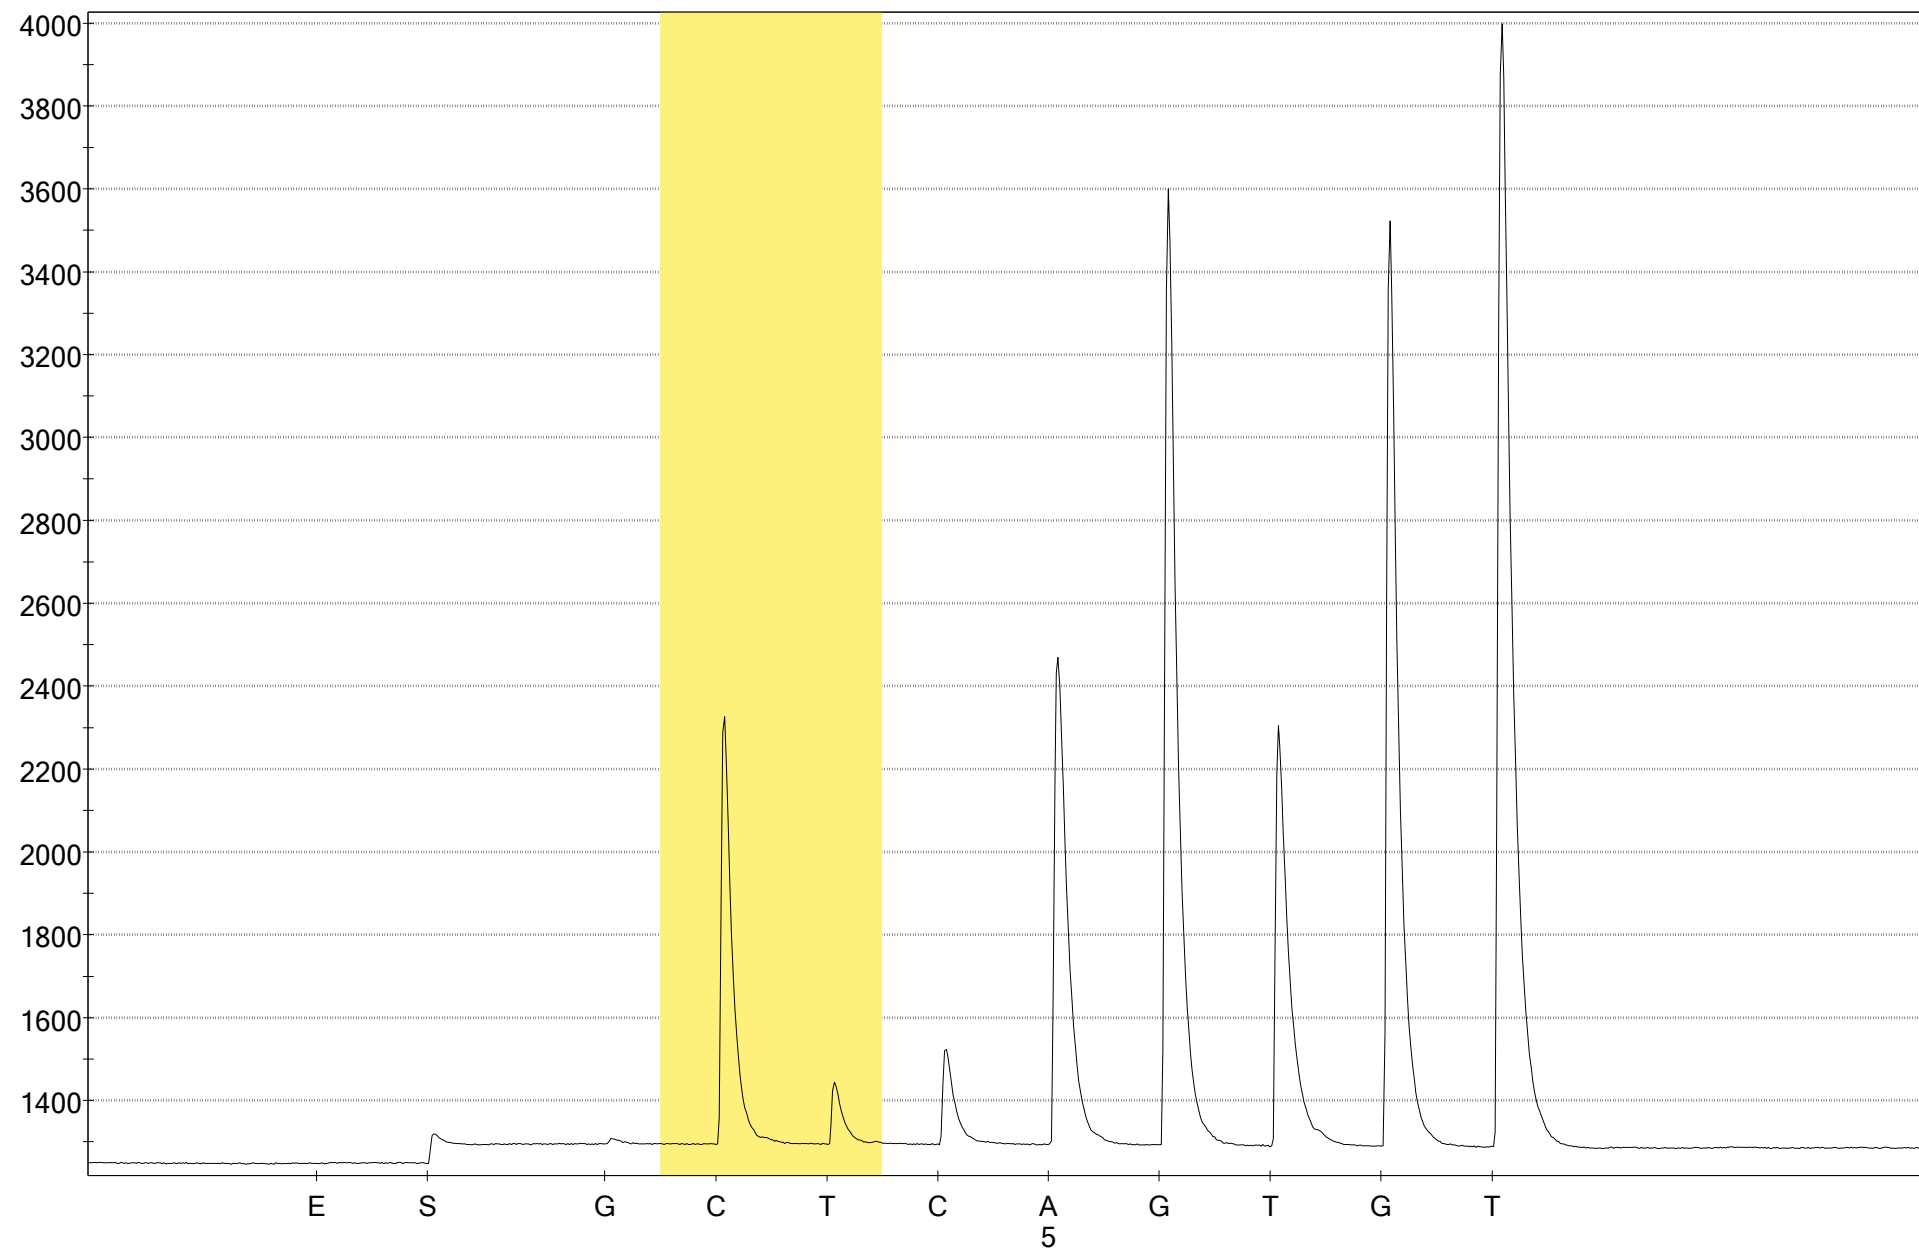

10 uL universal (141+157) - Well B7

Entry: 5230400G24Rik

1: C: 86.9% / T: 13.1%

(Passed)

C:86.9%  
T:13.1%

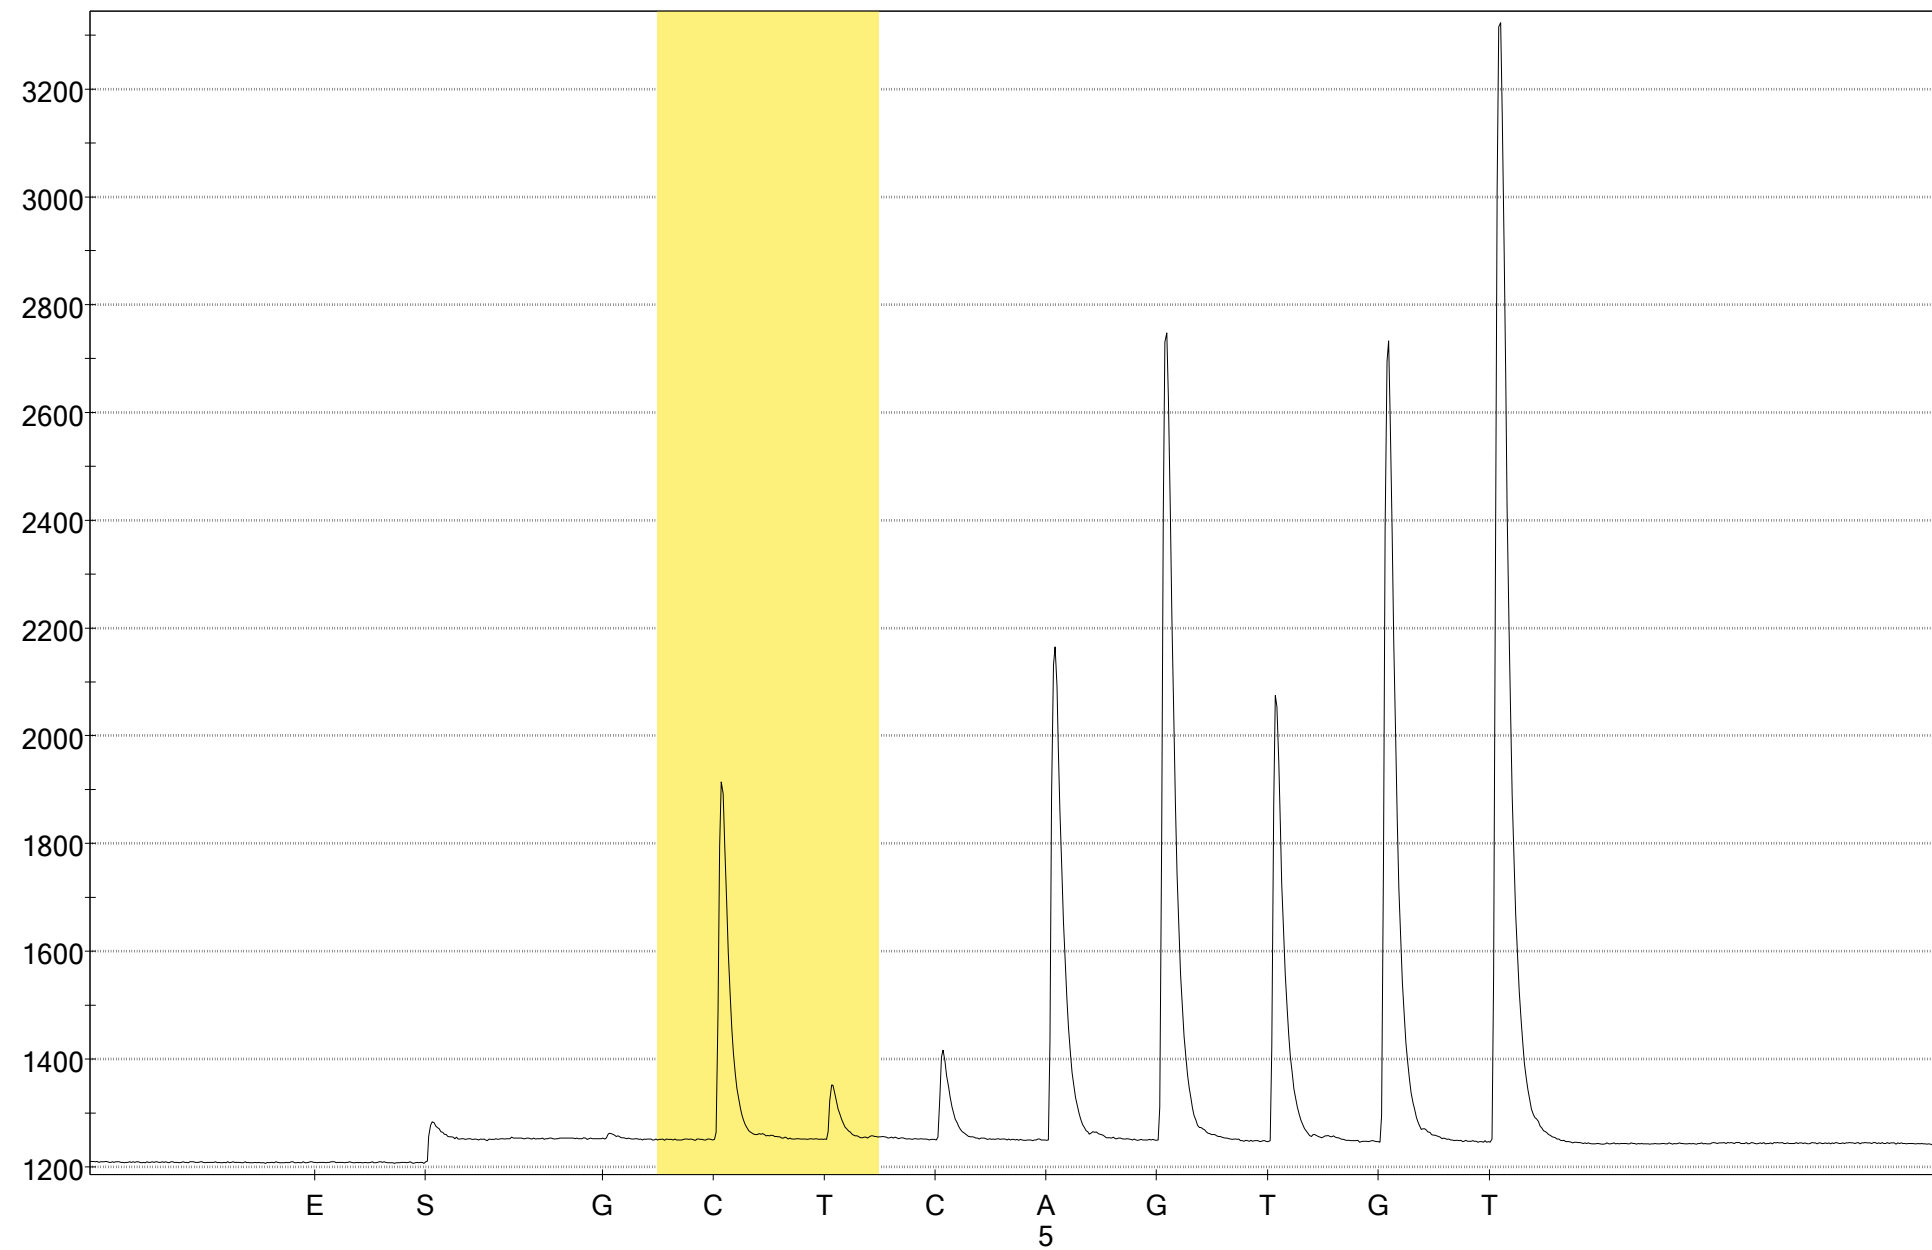

145 - Well B1  
Entry: 5230400G24Rik  
1: C: 87.5% / T: 12.5%  
(Passed)

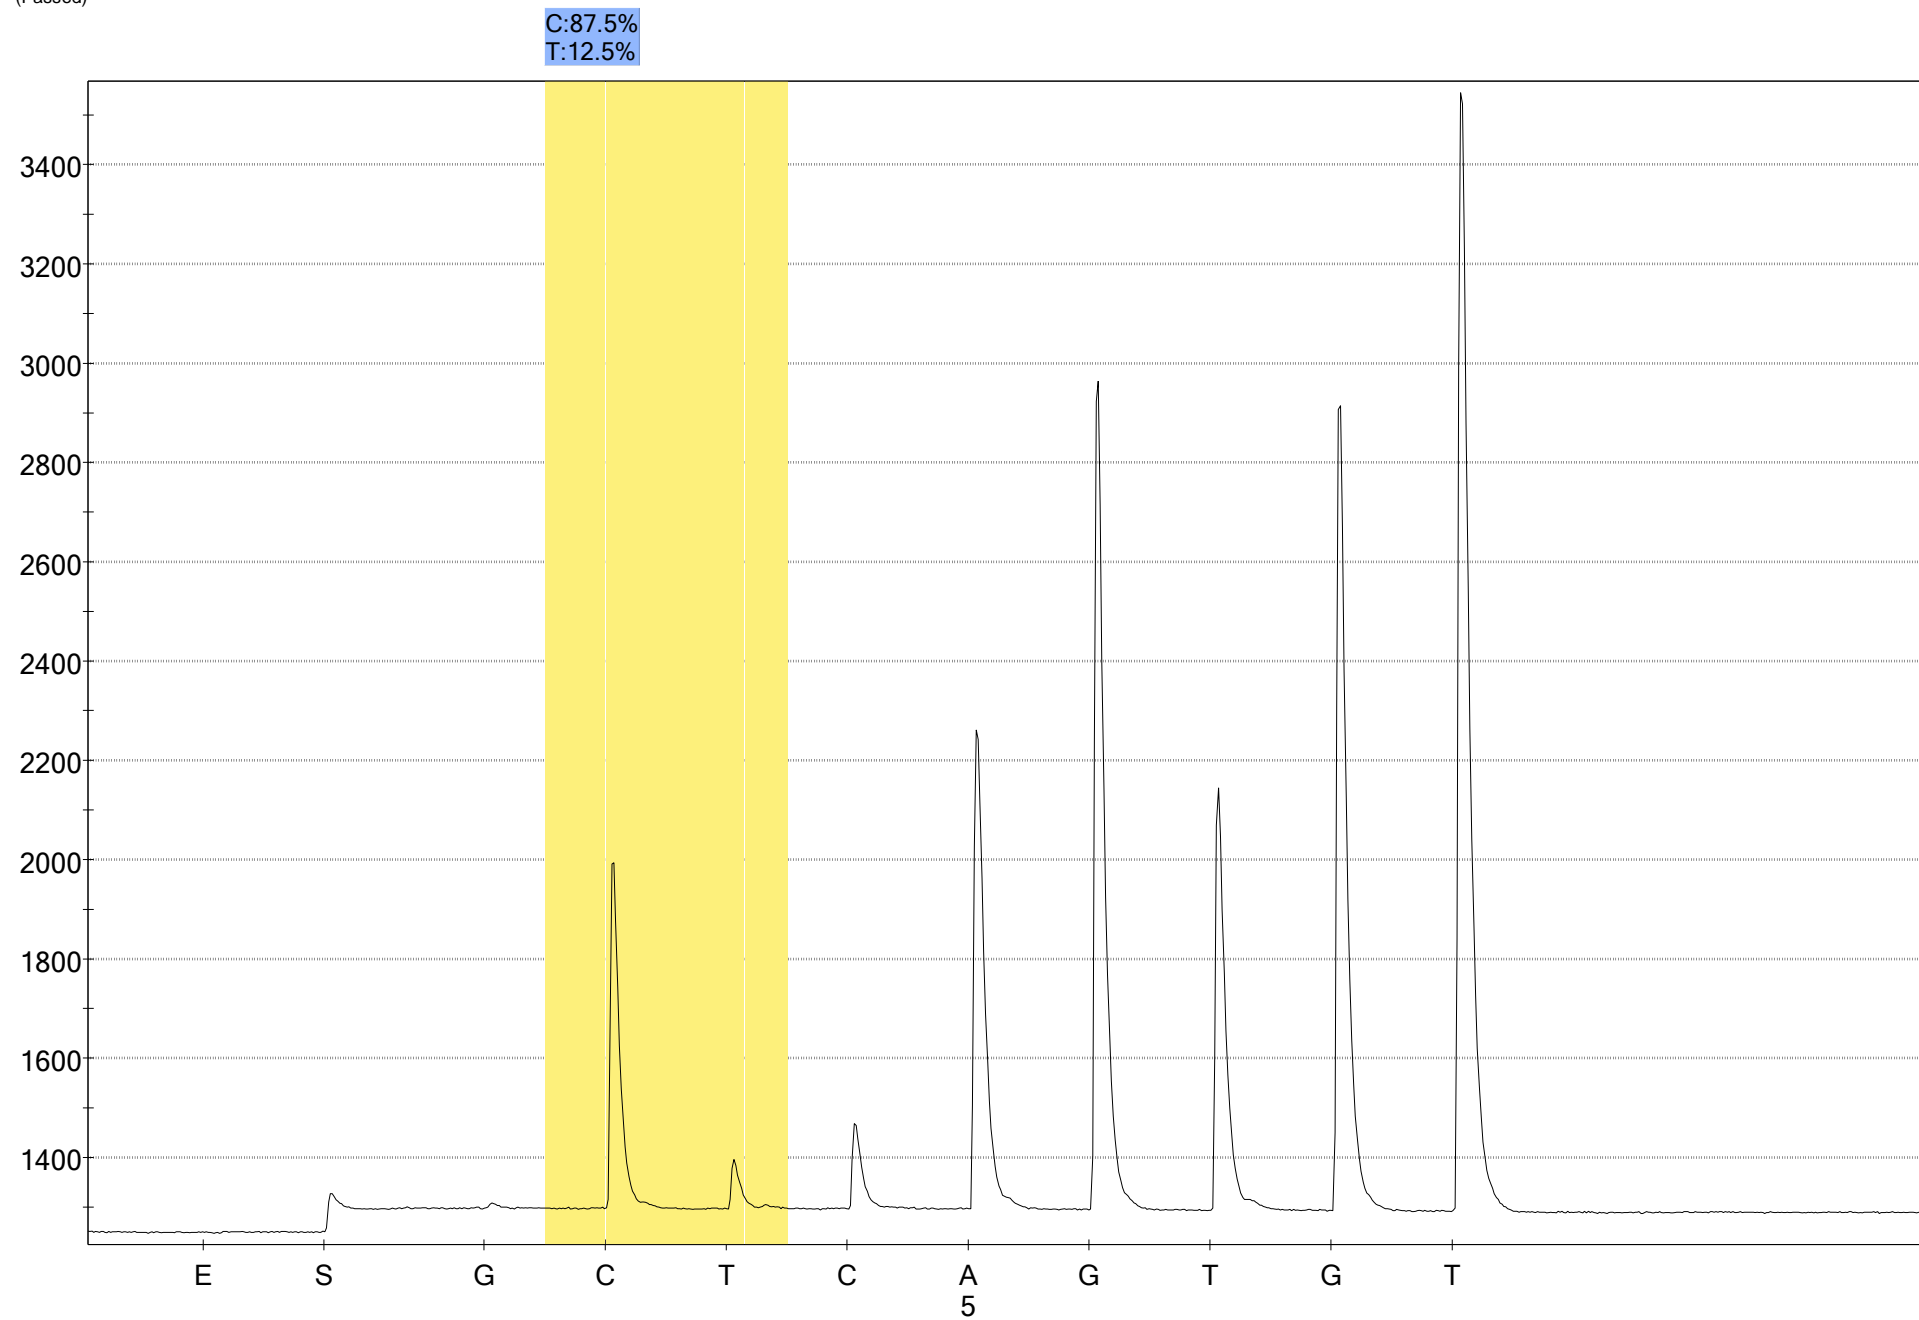

dna - Well B1  
Entry: 5230400G24Rik  
1: C: 89.9% / T: 10.1%  
(Passed)

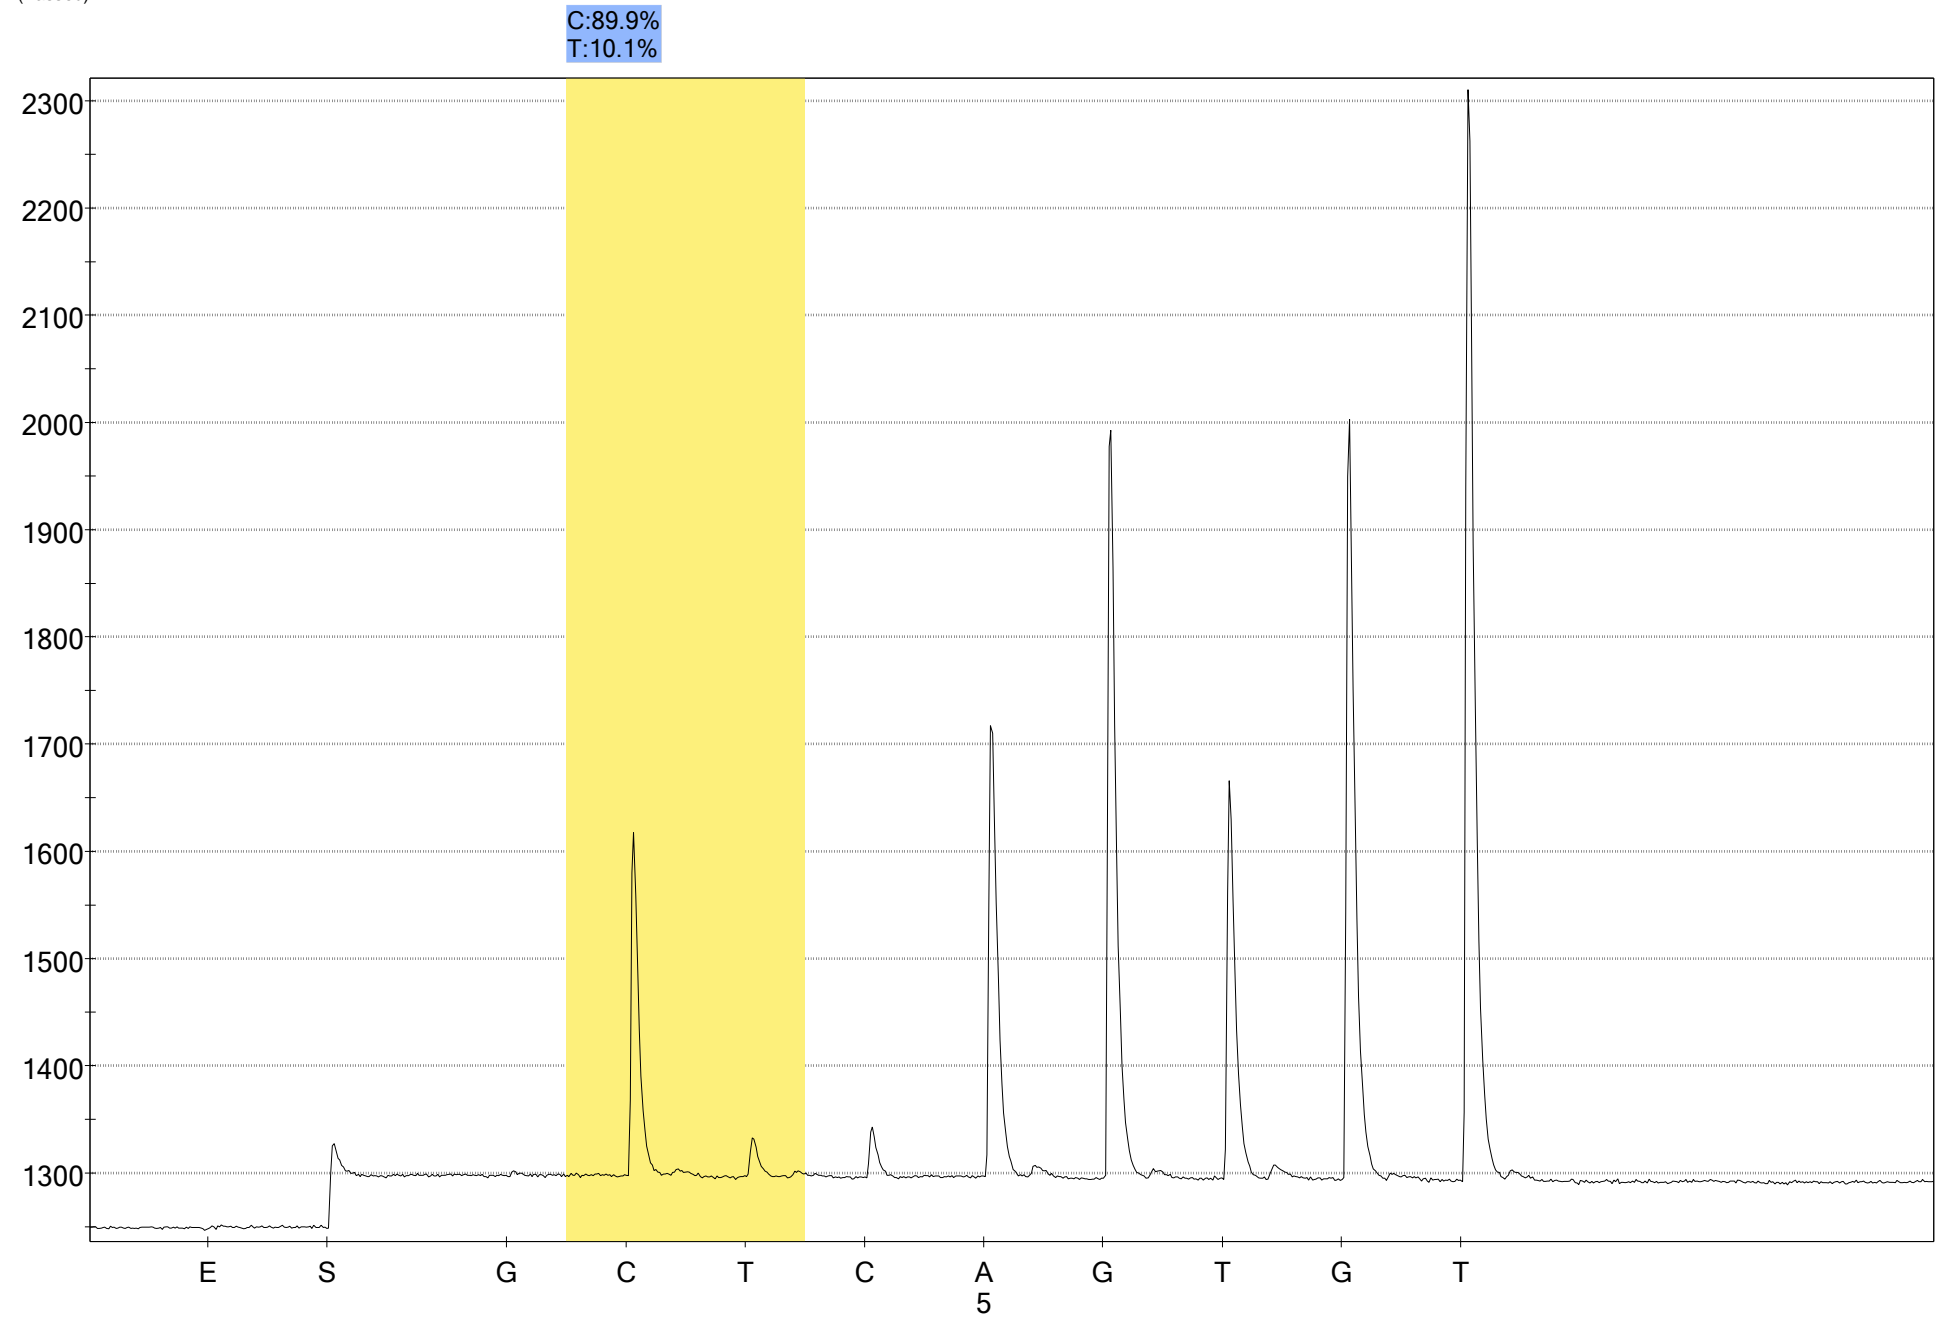

dna - Well B7  
Entry: 5230400G24Rik  
1: C: 89.6% / T: 10.4%  
(Passed)

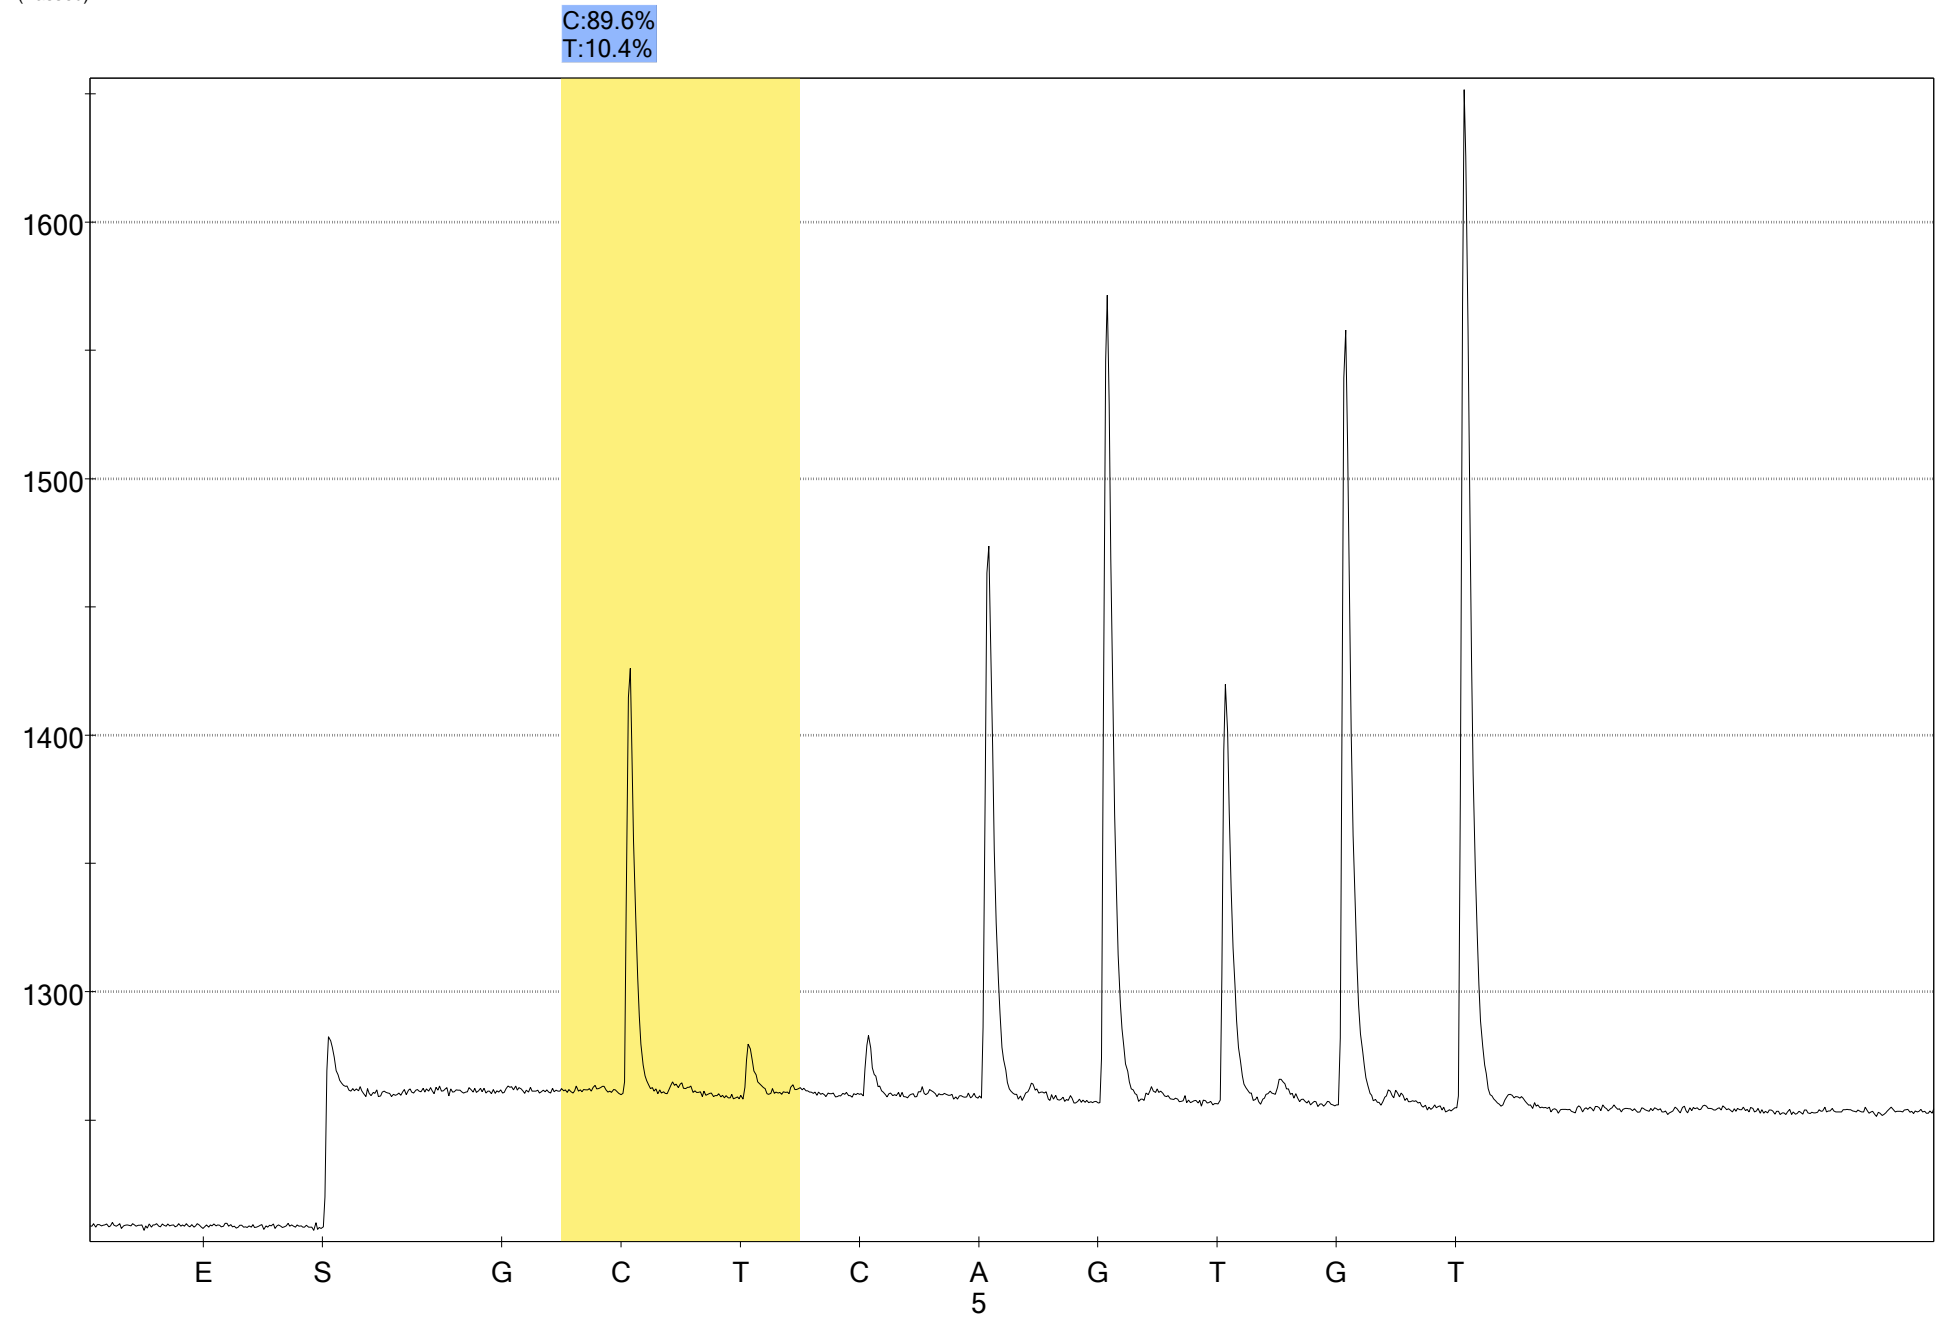

10 uL universal (141+157) - Well A4  
Entry: Hsp90ab1  
3: C: 56.2% / A: 43.8%  
(Passed)

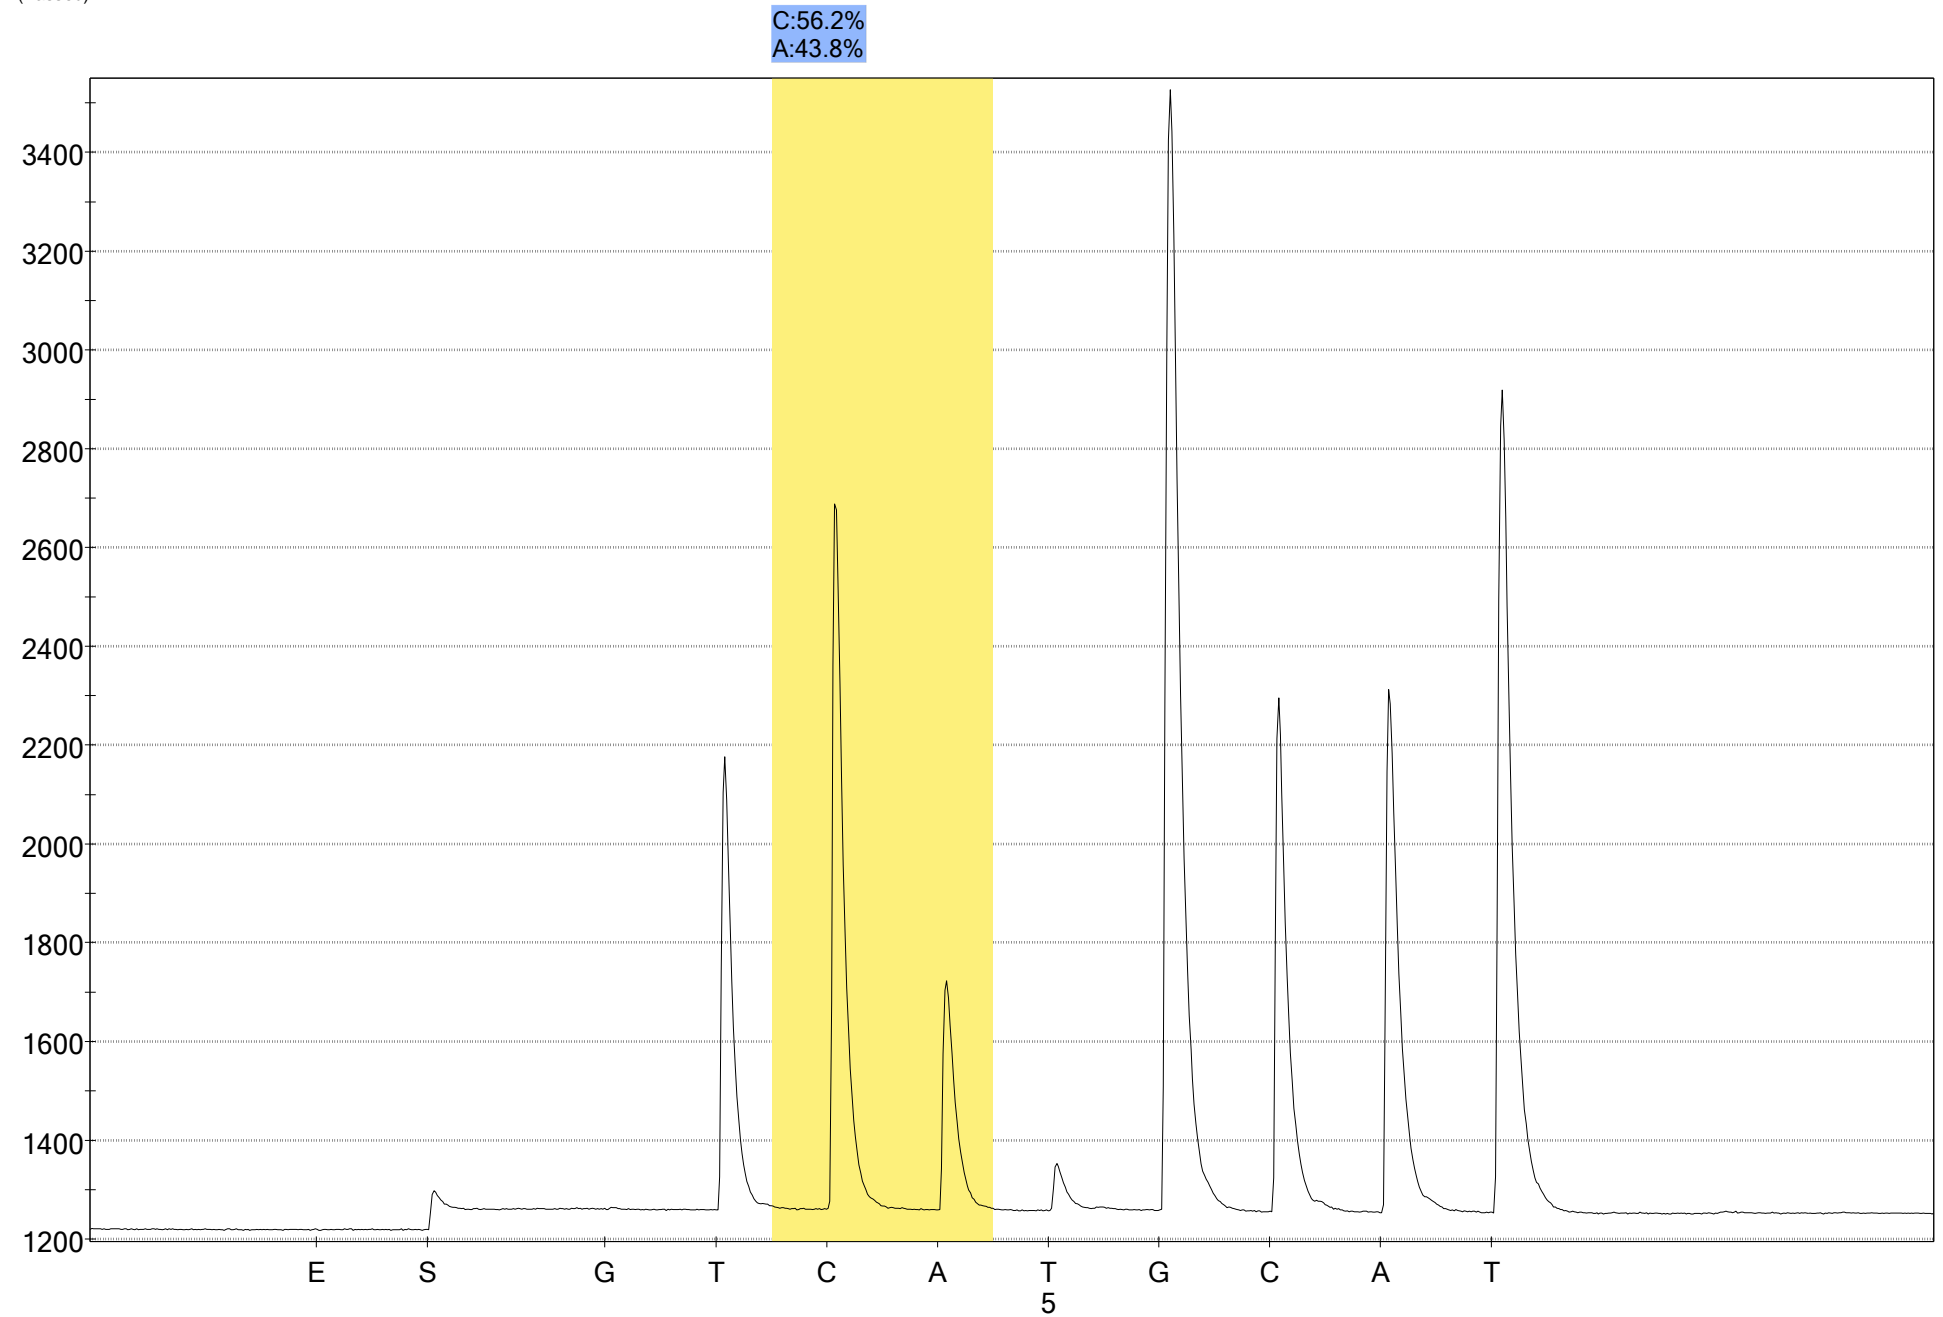

10 uL universal (141+157) - Well A10  
Entry: Hsp90ab1  
3: C: 61.3% / A: 38.7%  
(Passed)

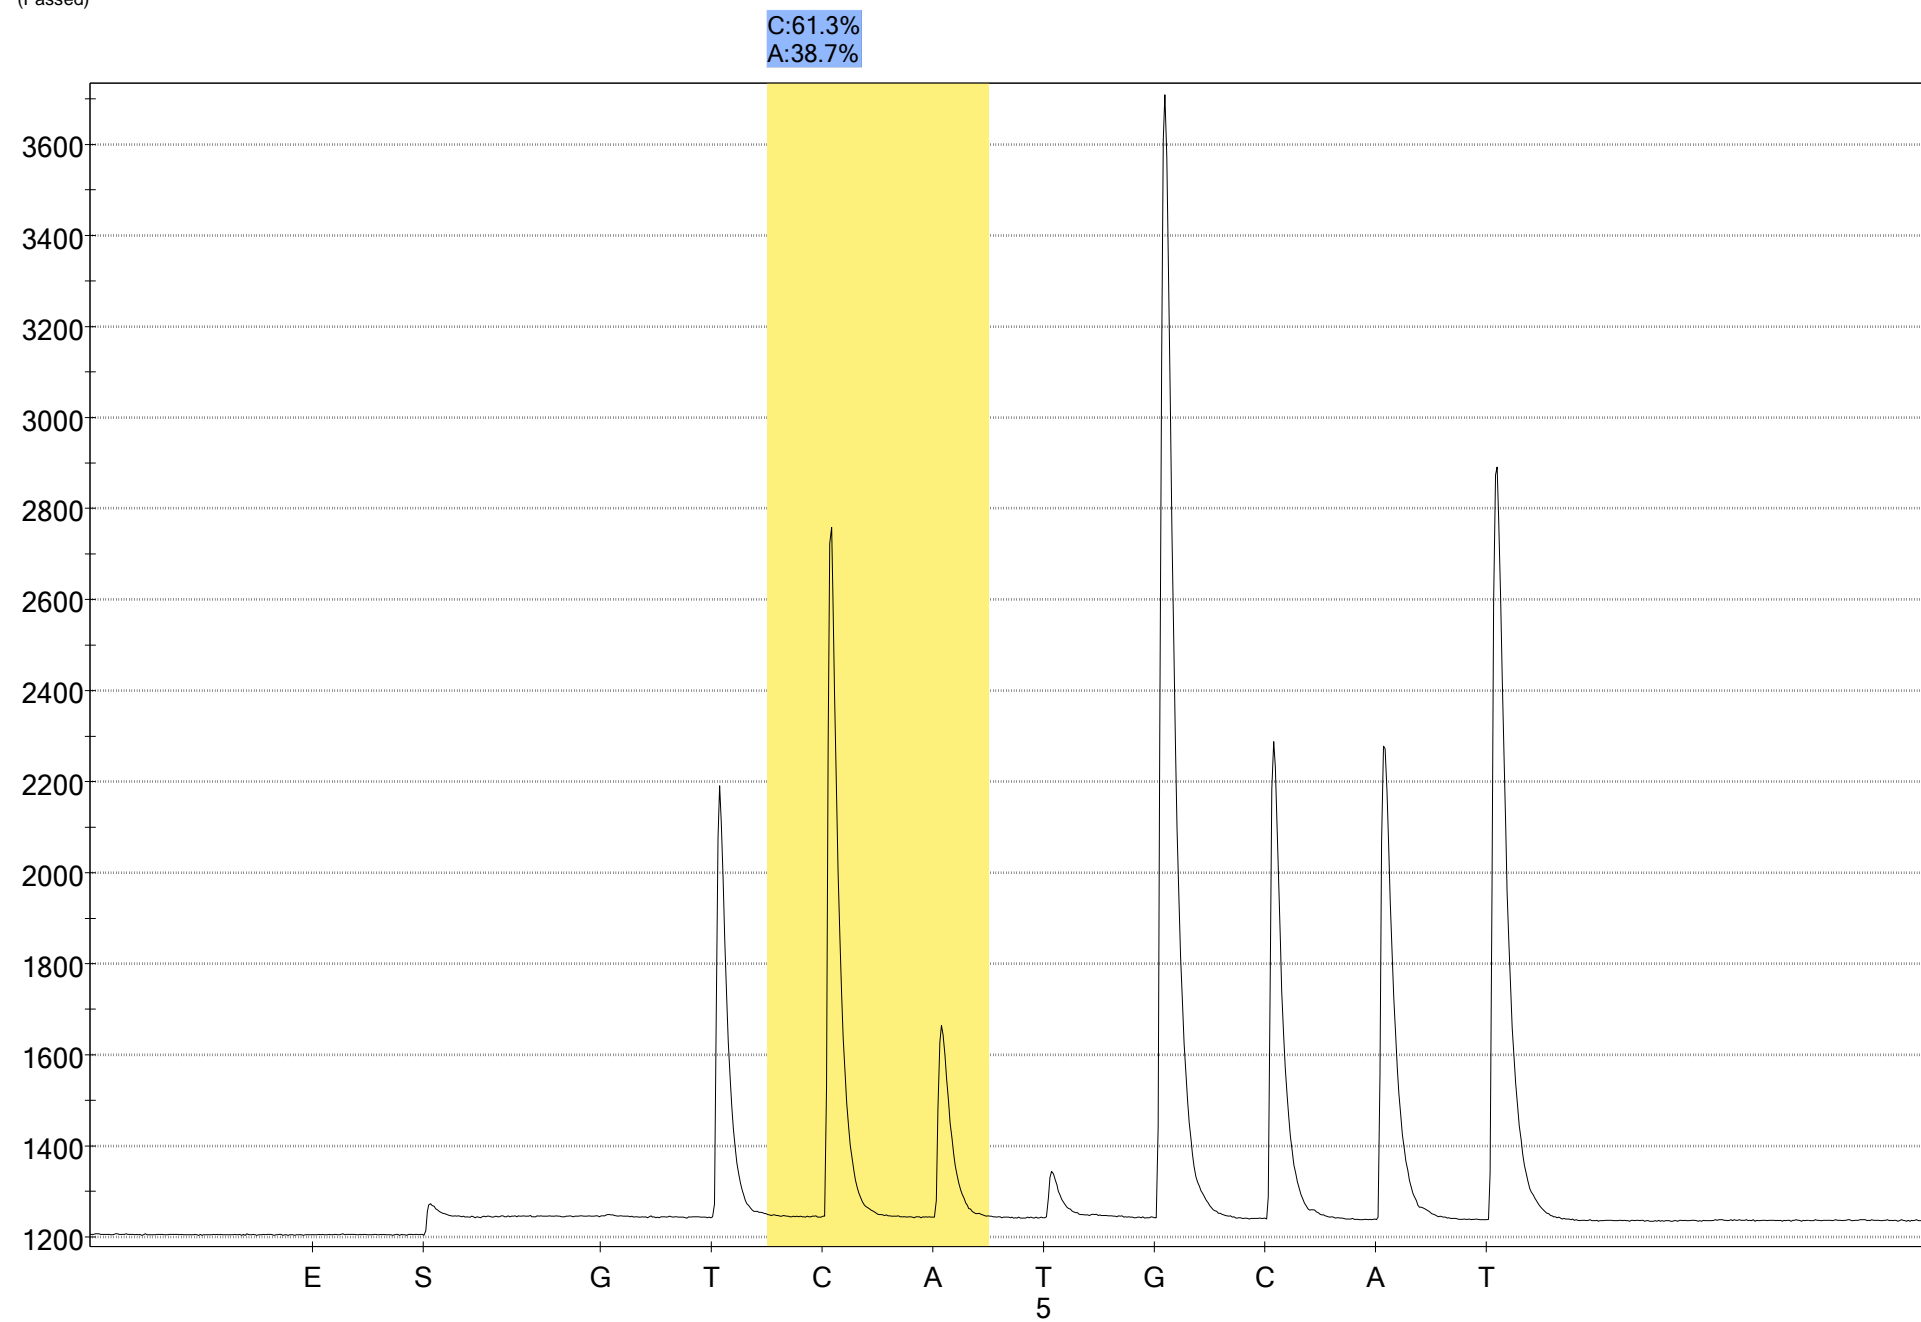

145 - Well A4  
Entry: Hsp90ab1  
3: C: 61.4% / A: 38.6%  
(Passed)

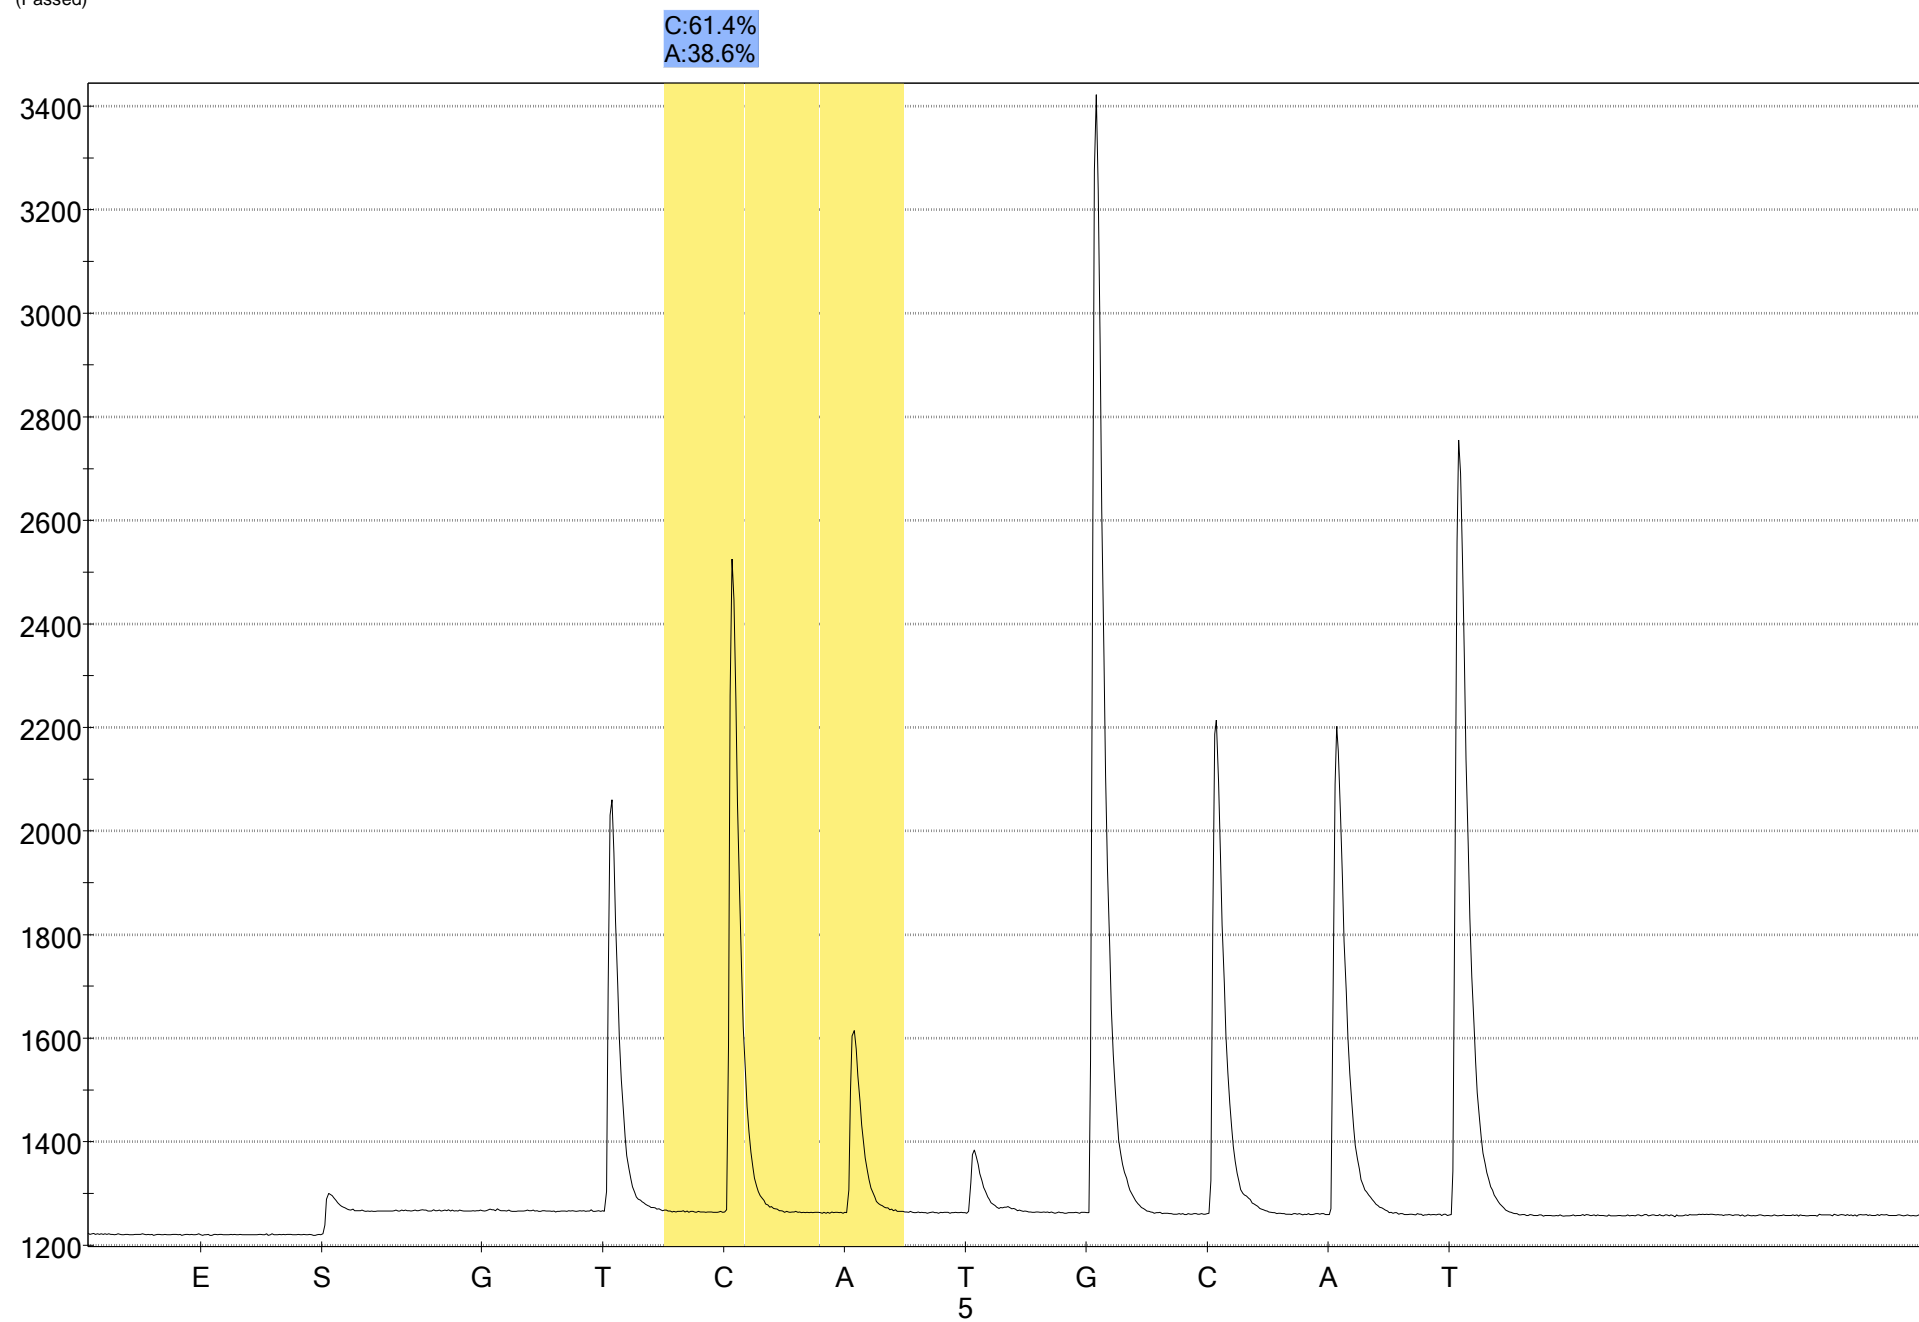

dna - Well A4  
Entry: Hsp90ab1  
3: C: 53.5% / A: 46.5%  
(Passed)

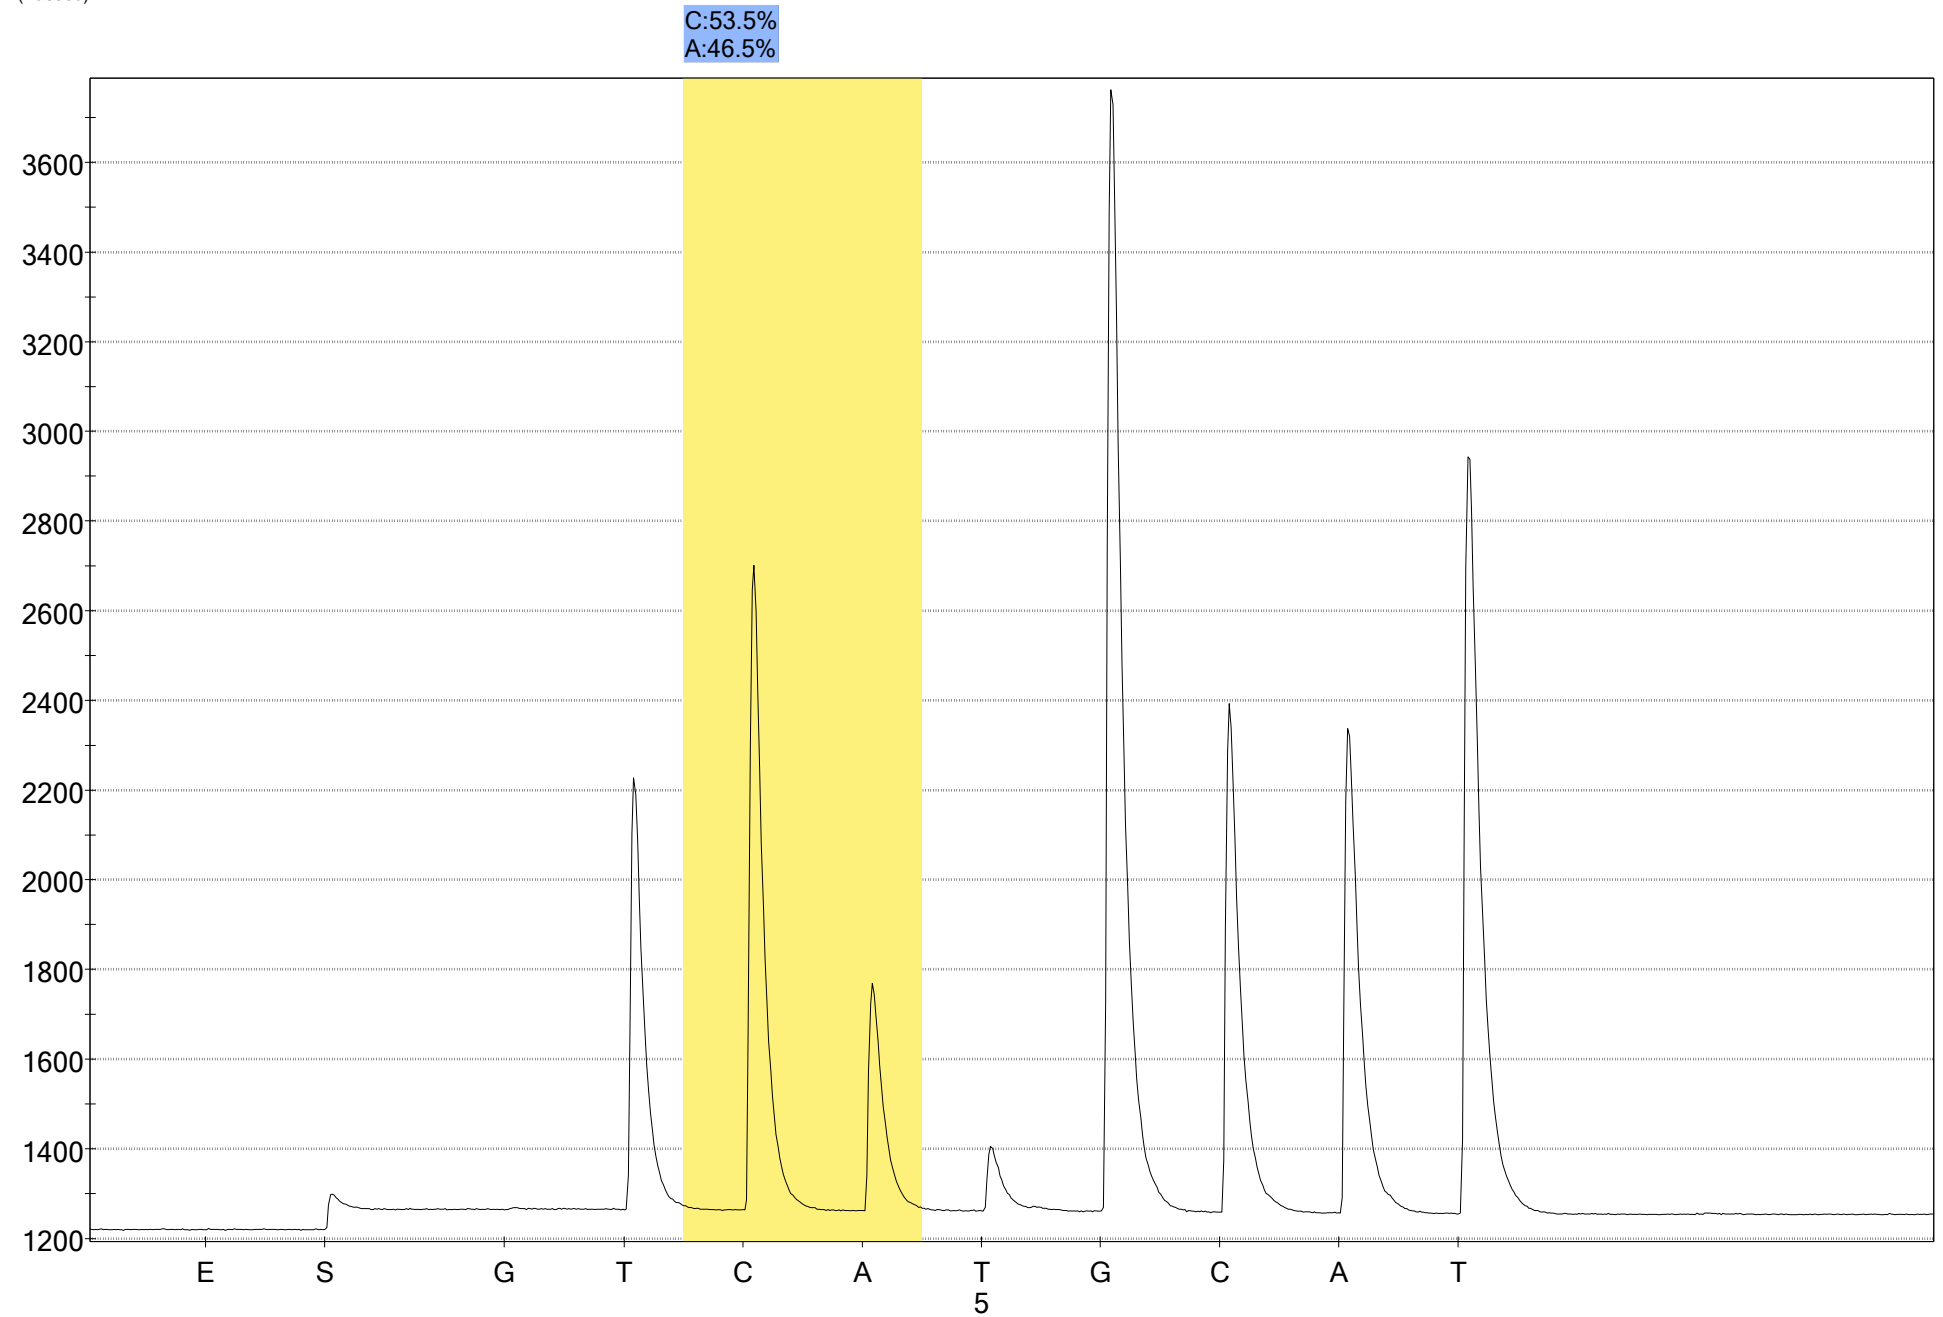

dna - Well A10  
Entry: Hsp90ab1  
3: C: 49.7% / A: 50.3%  
(Passed)

C:49.7%  
A:50.3%

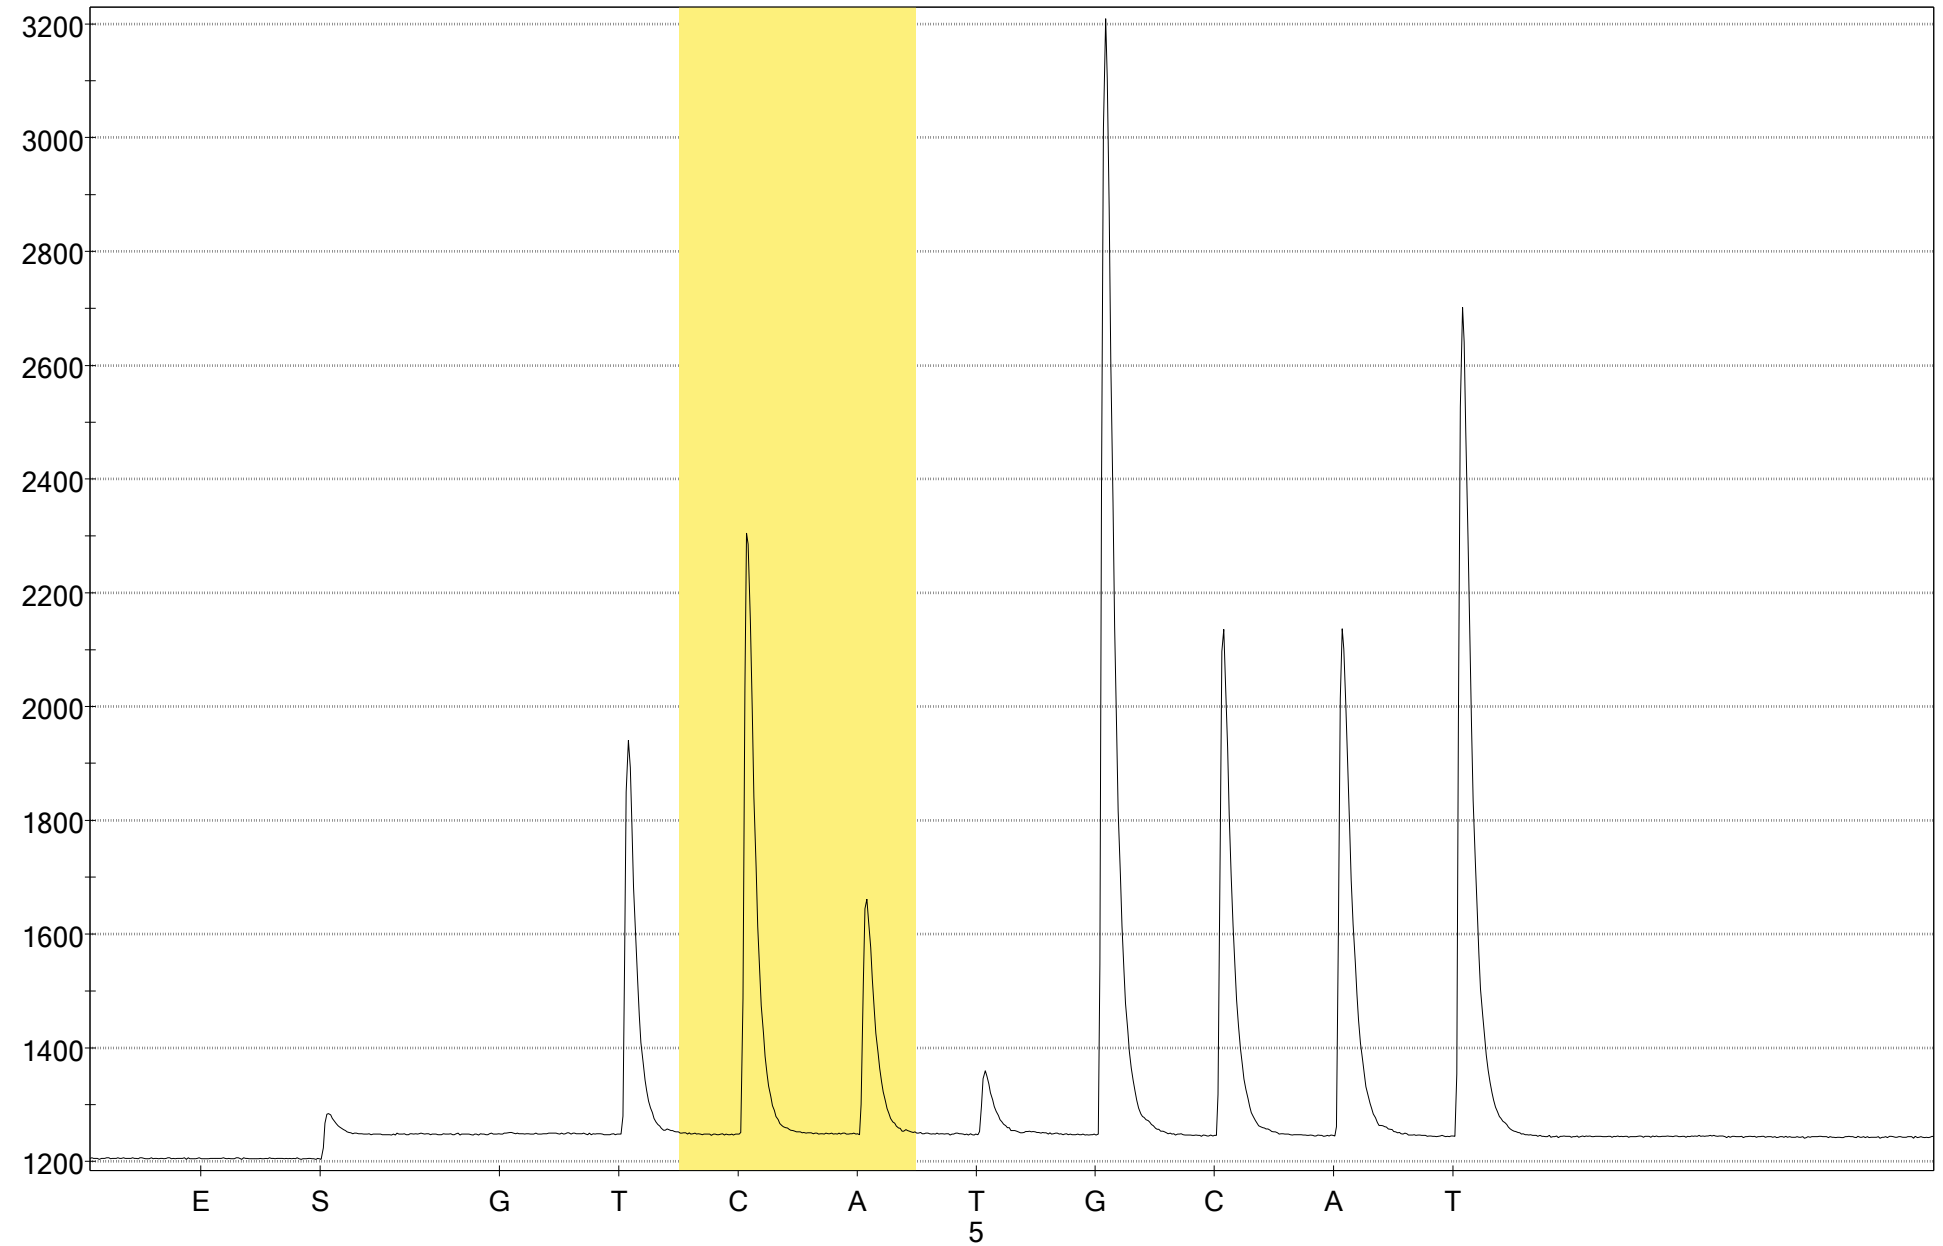

10 uL universal (141+157) - Well A5

Entry: Nme1

3: T: 63.3% / C: 36.7%

(Passed)

T:63.3%  
C:36.7%

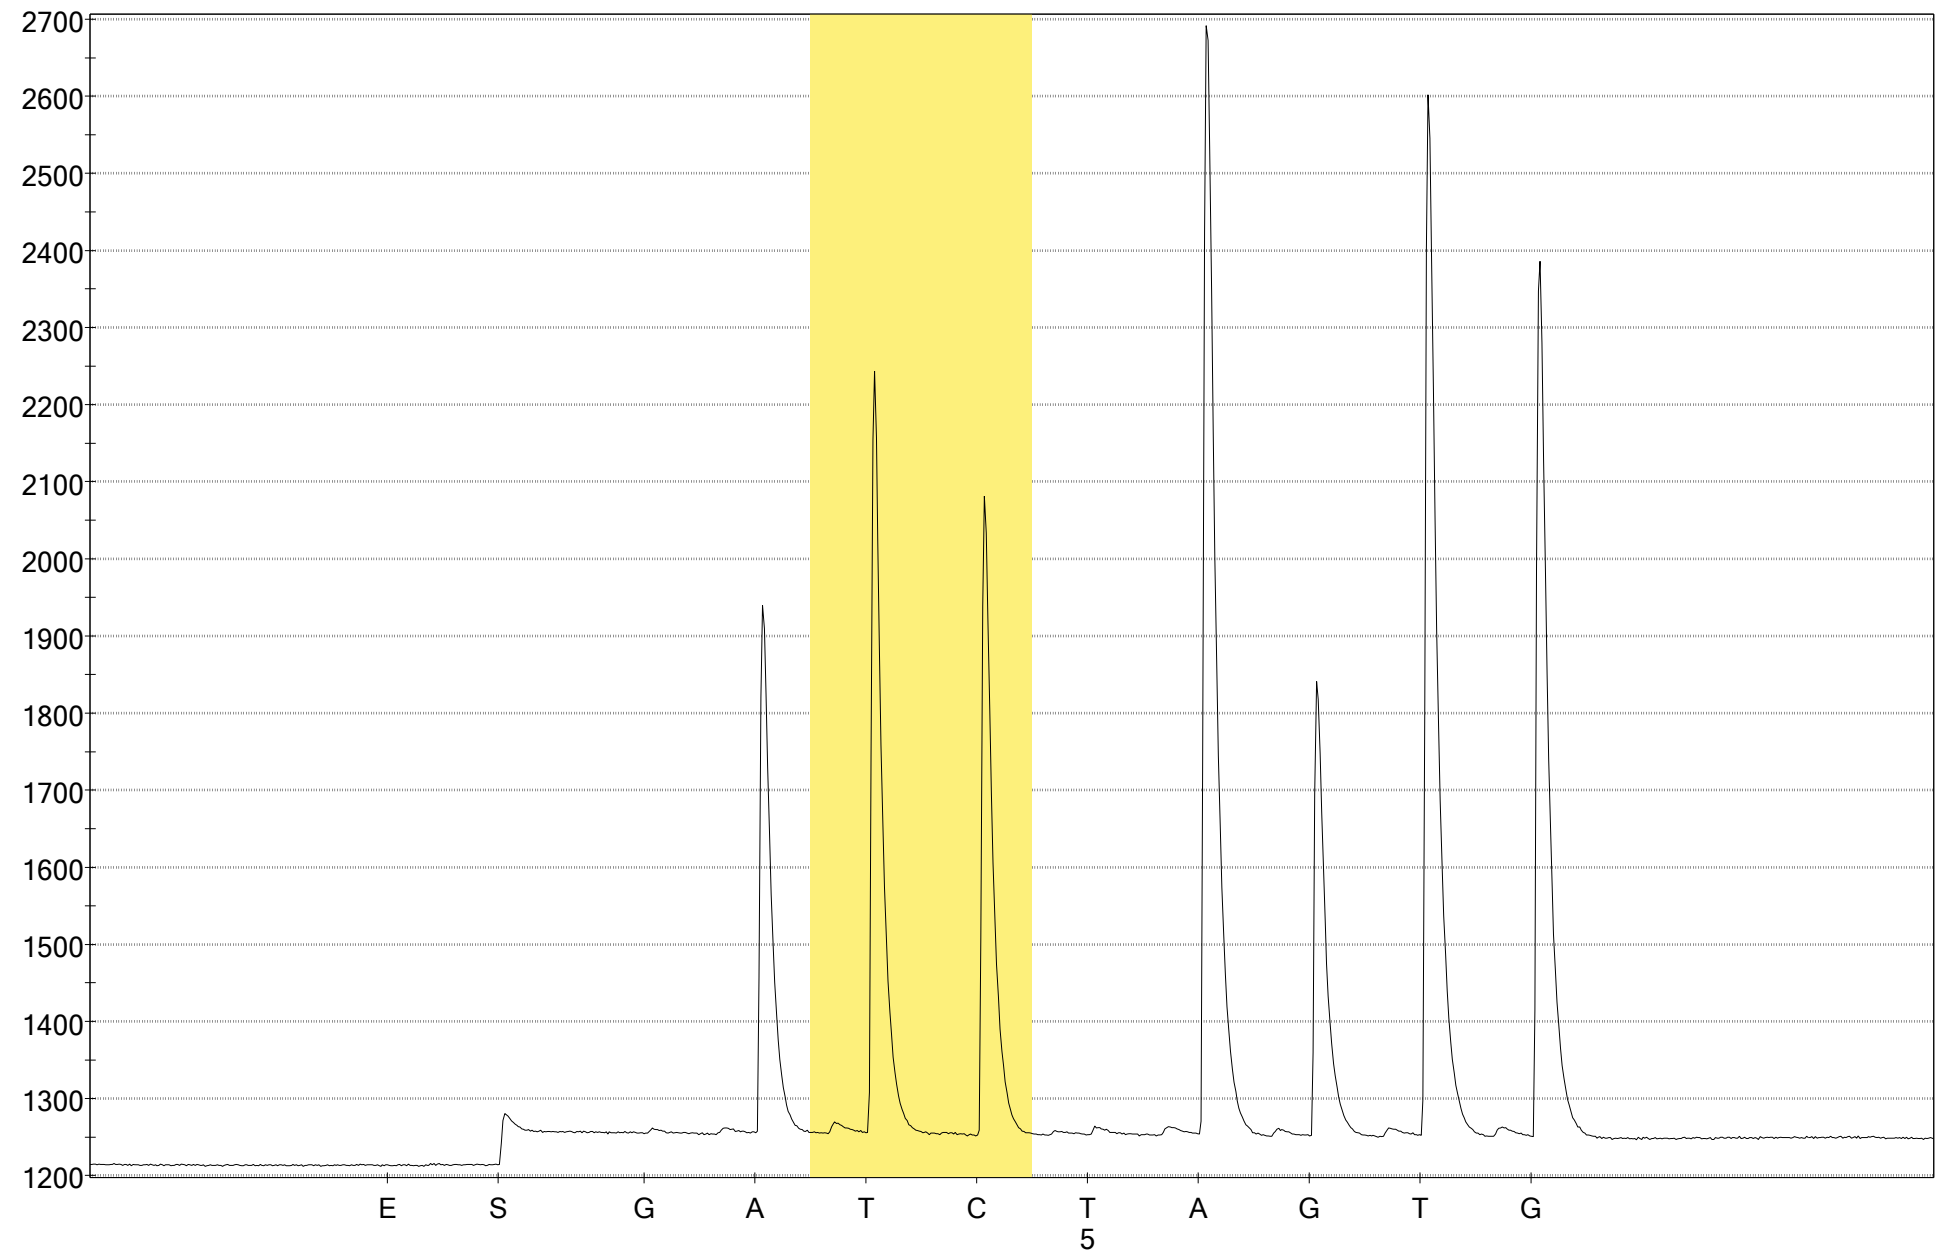

10 uL universal (141+157) - Well A11  
Entry: Nme1  
3: T: 61.9% / C: 38.1%  
(Passed)

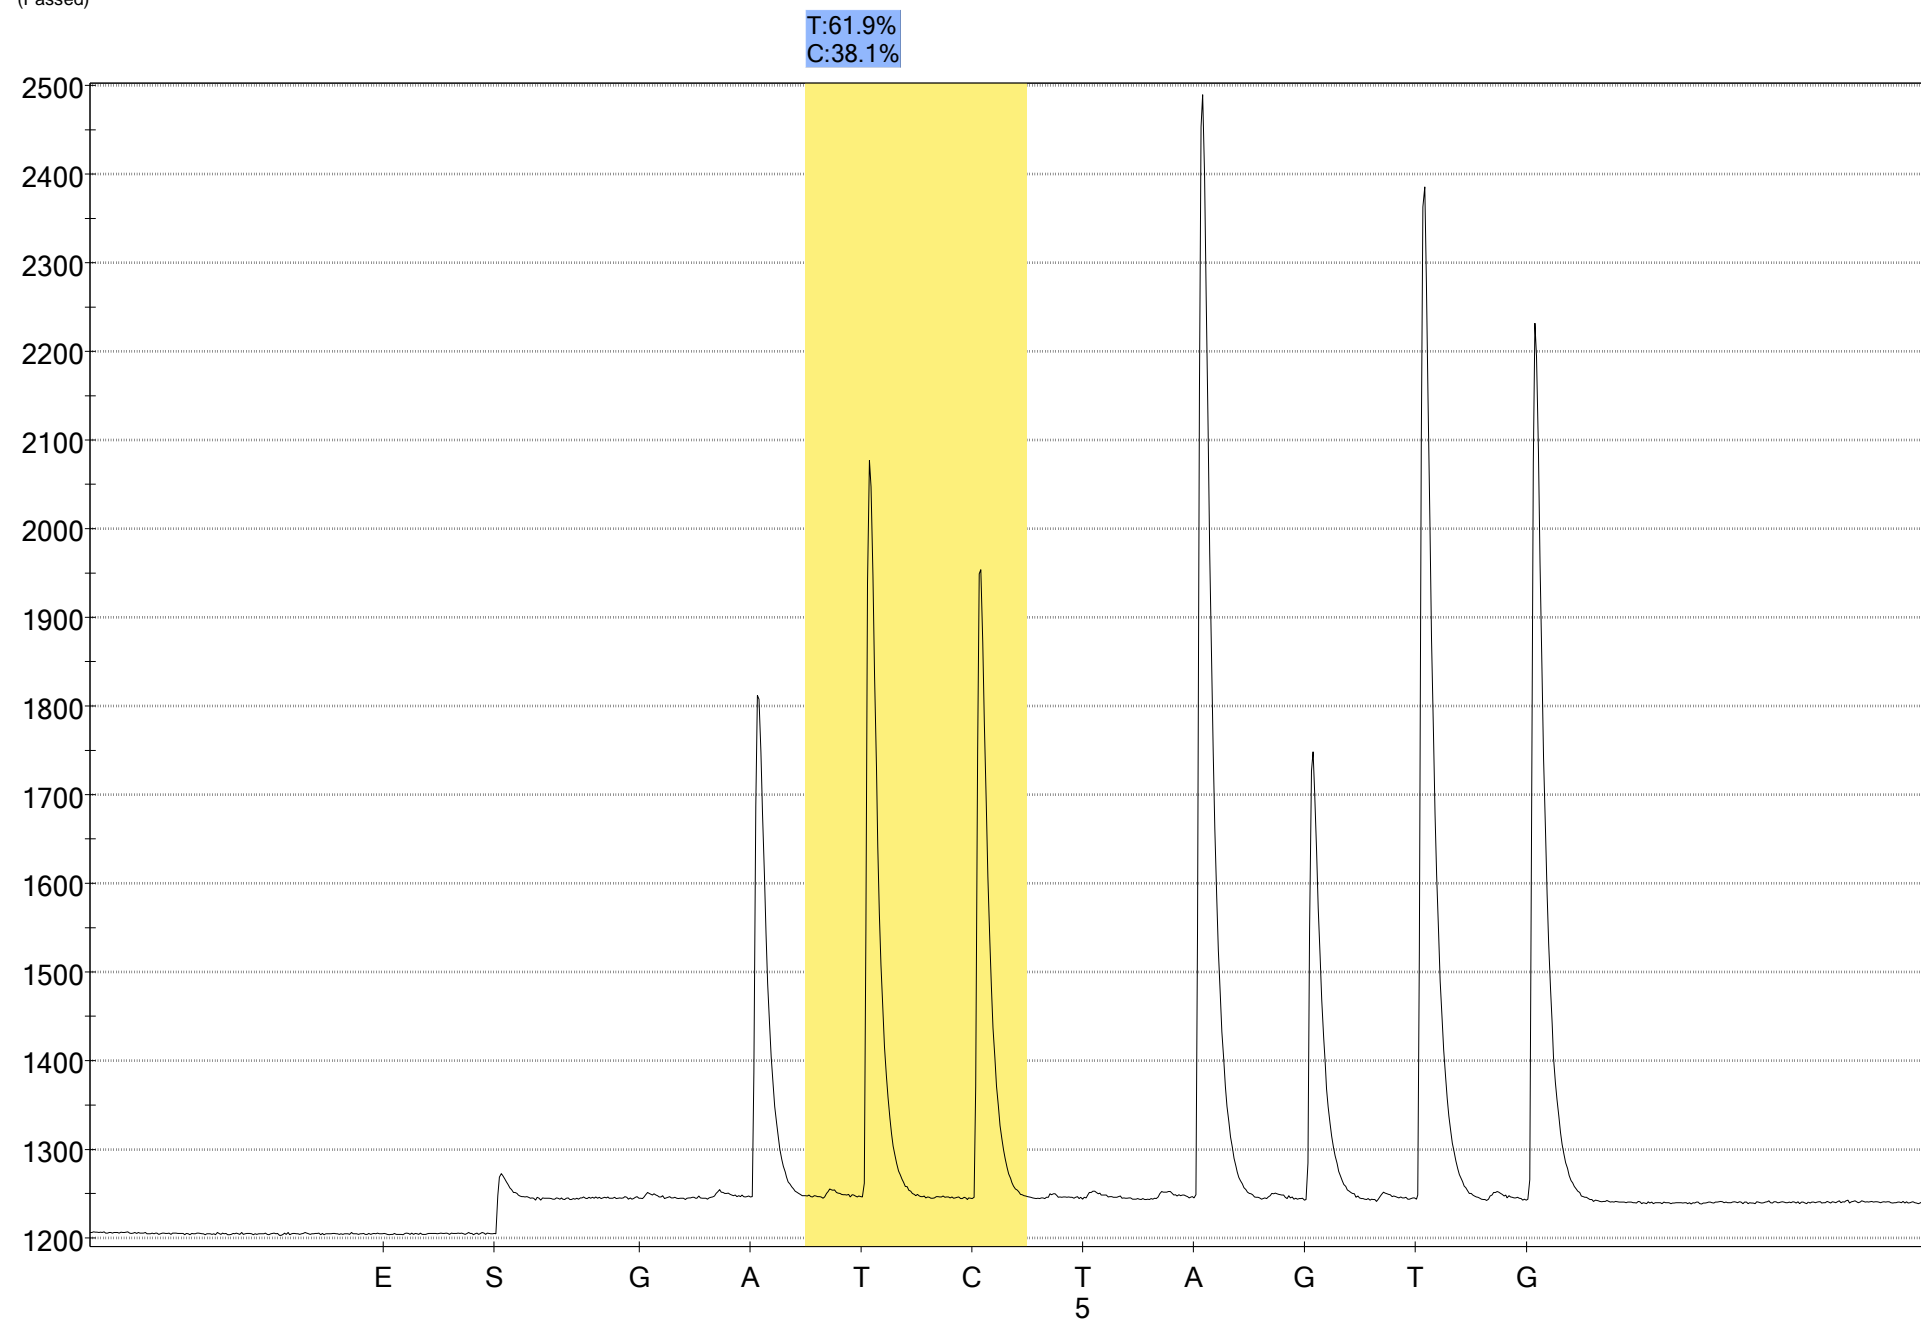

145 - Well A5  
Entry: Nme1  
3: T: 59.2% / C: 40.8%  
(Passed)

T:59.2%  
C:40.8%

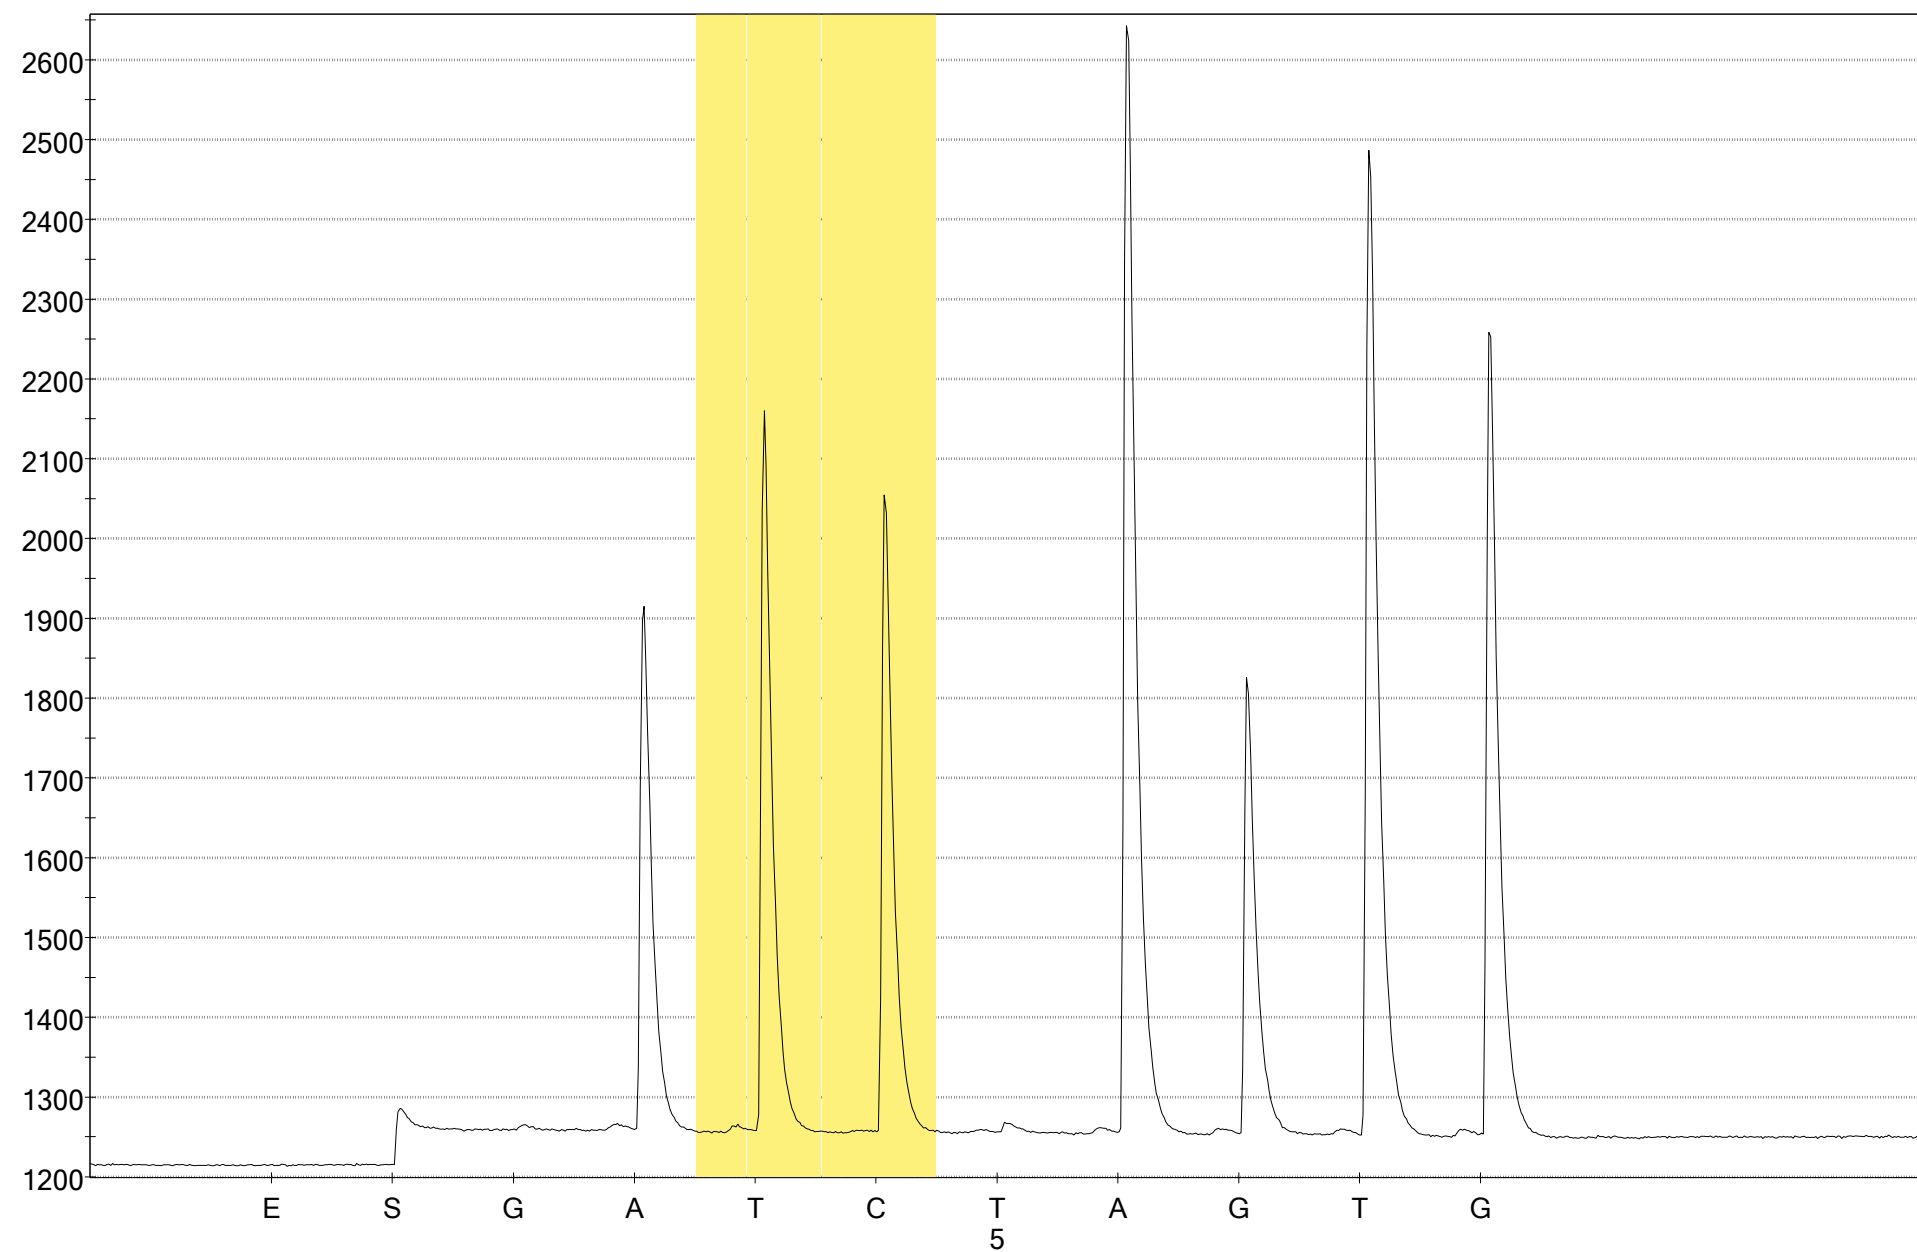

dna - Well A5  
Entry: Nme1  
3: T: 48.3% / C: 51.7%  
(Passed)

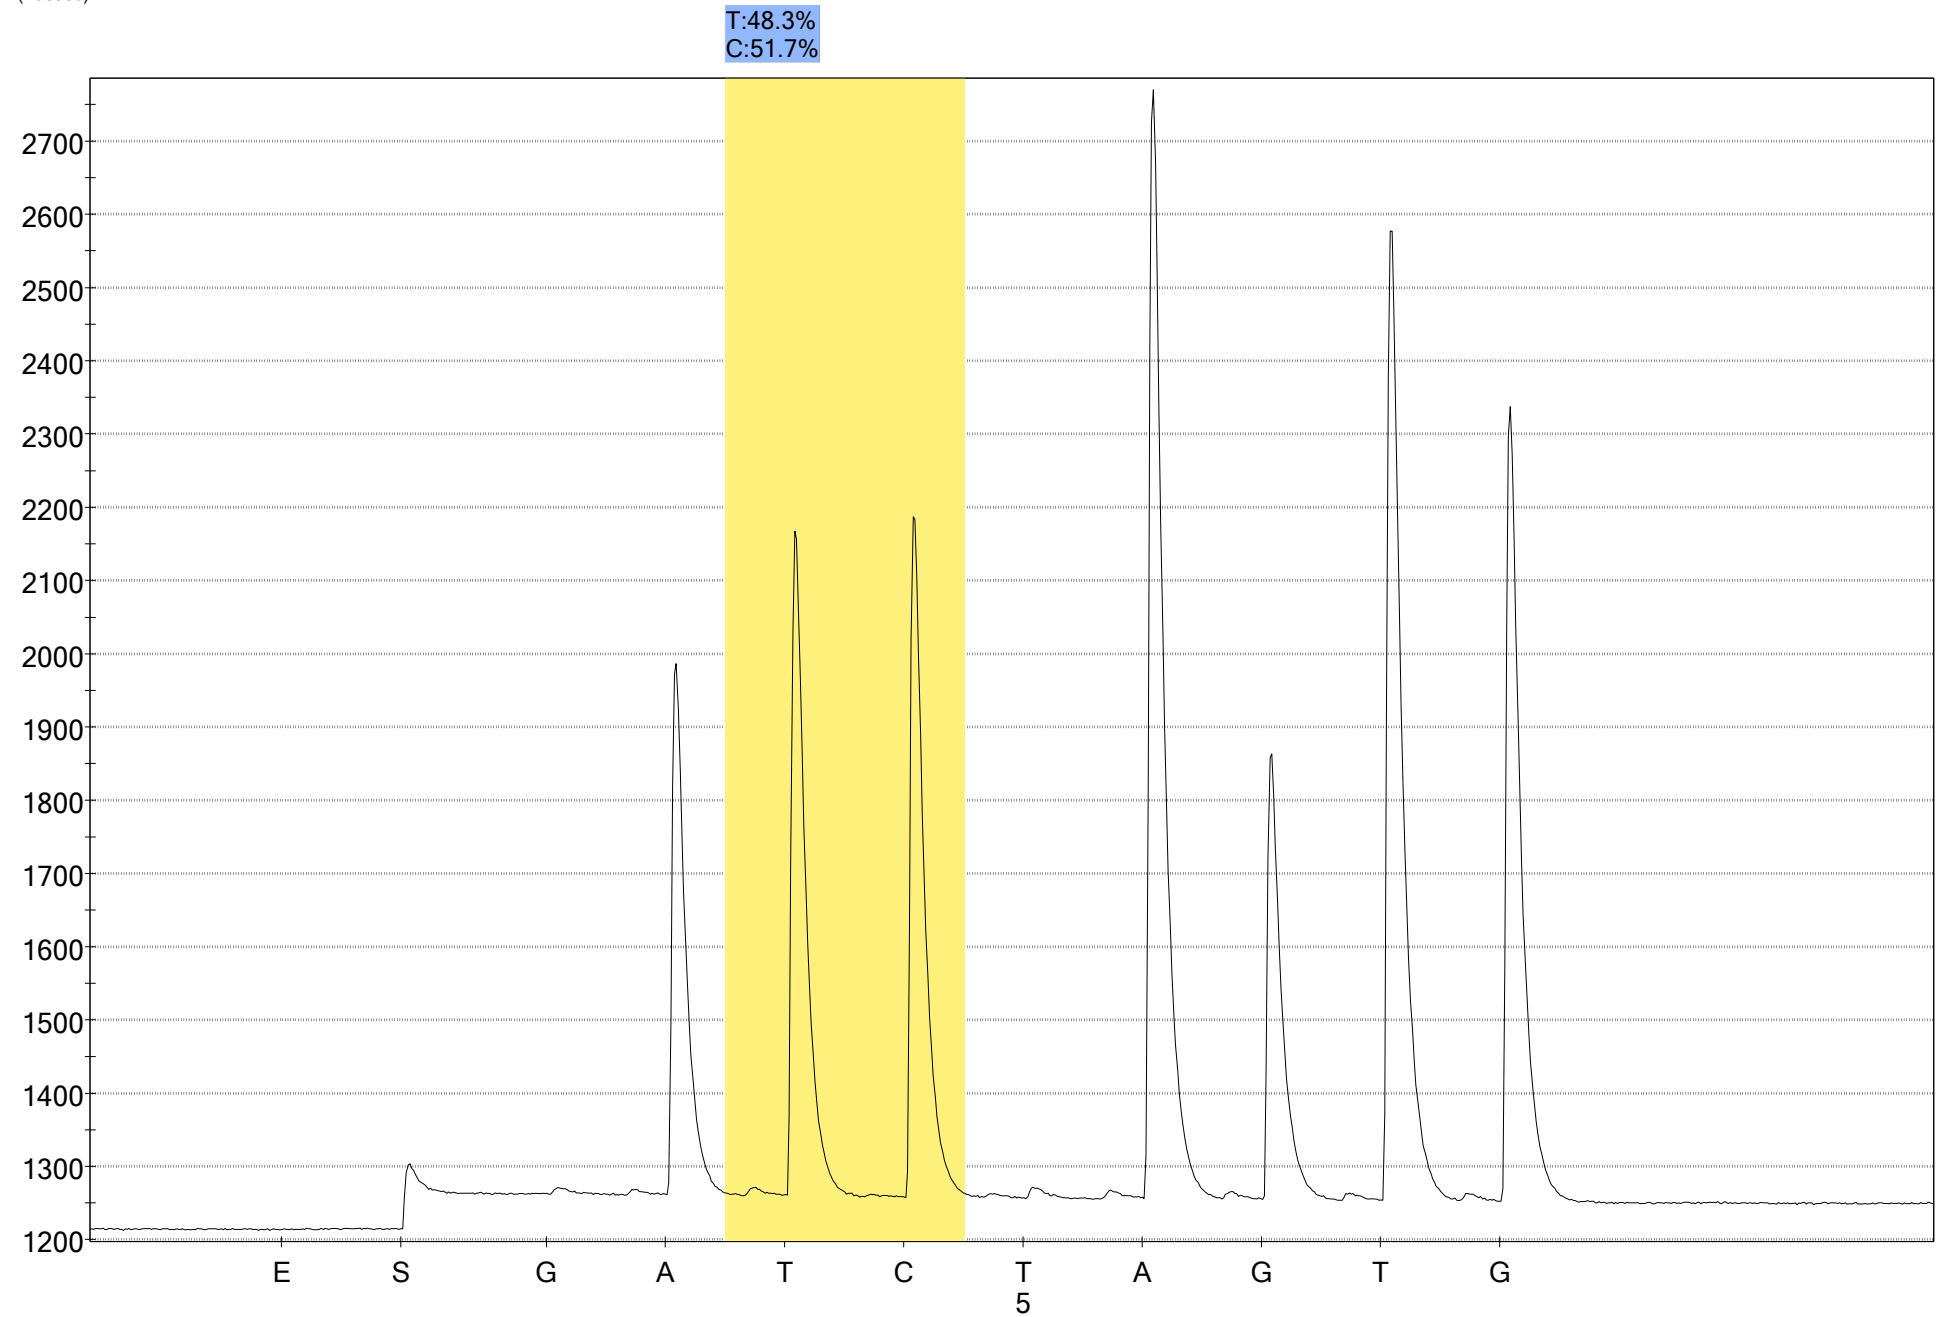

dna - Well A11  
Entry: Nme1  
3: T: 48.9% / C: 51.1%  
(Passed)

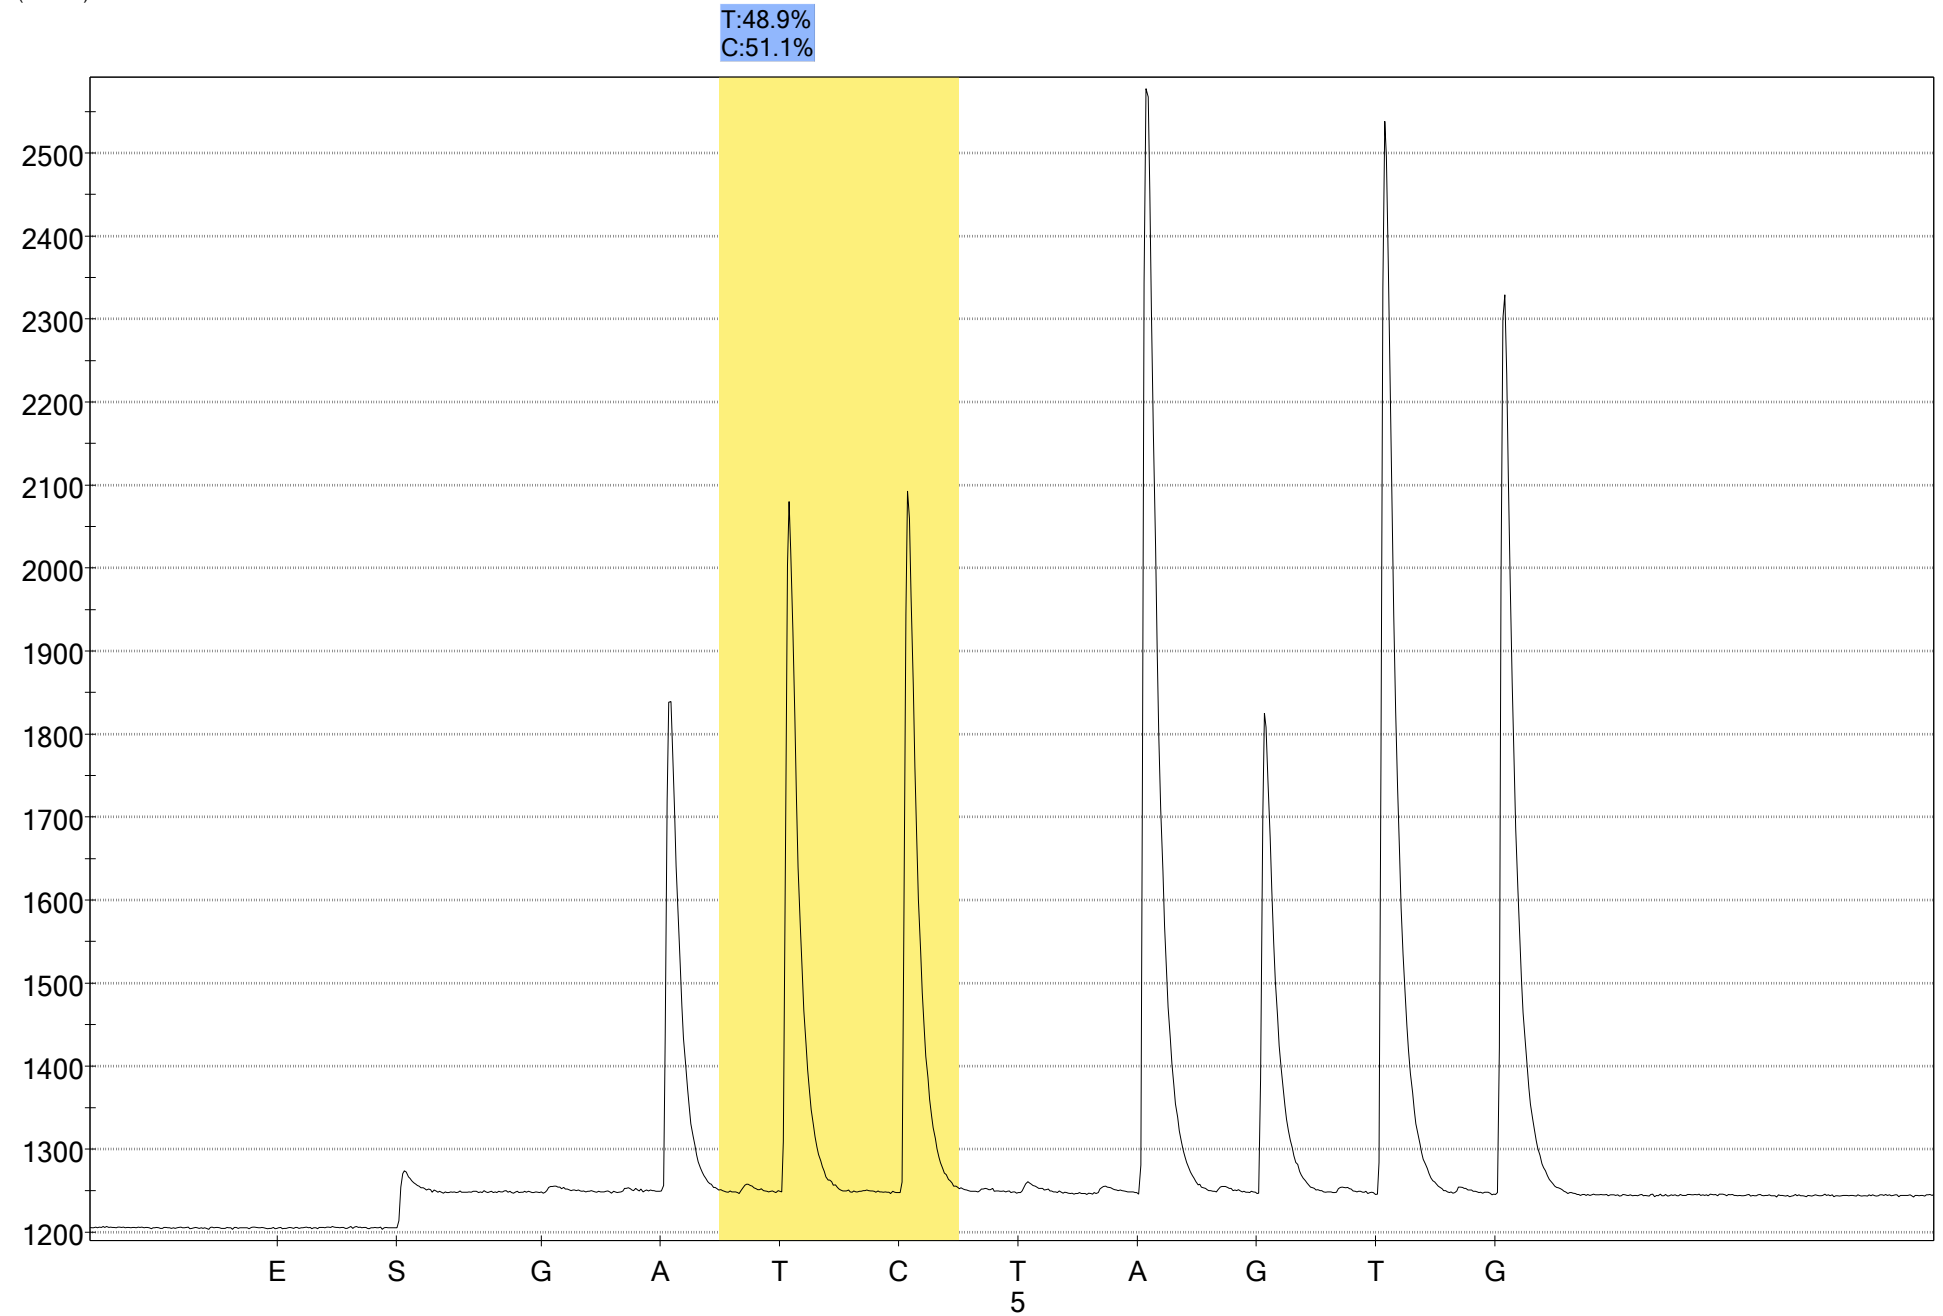

10 uL universal (141+157) - Well C5

Entry: Nsg2

4: A: 41.7% / G: 58.3%

(Passed)

A:41.7%  
G:58.3%

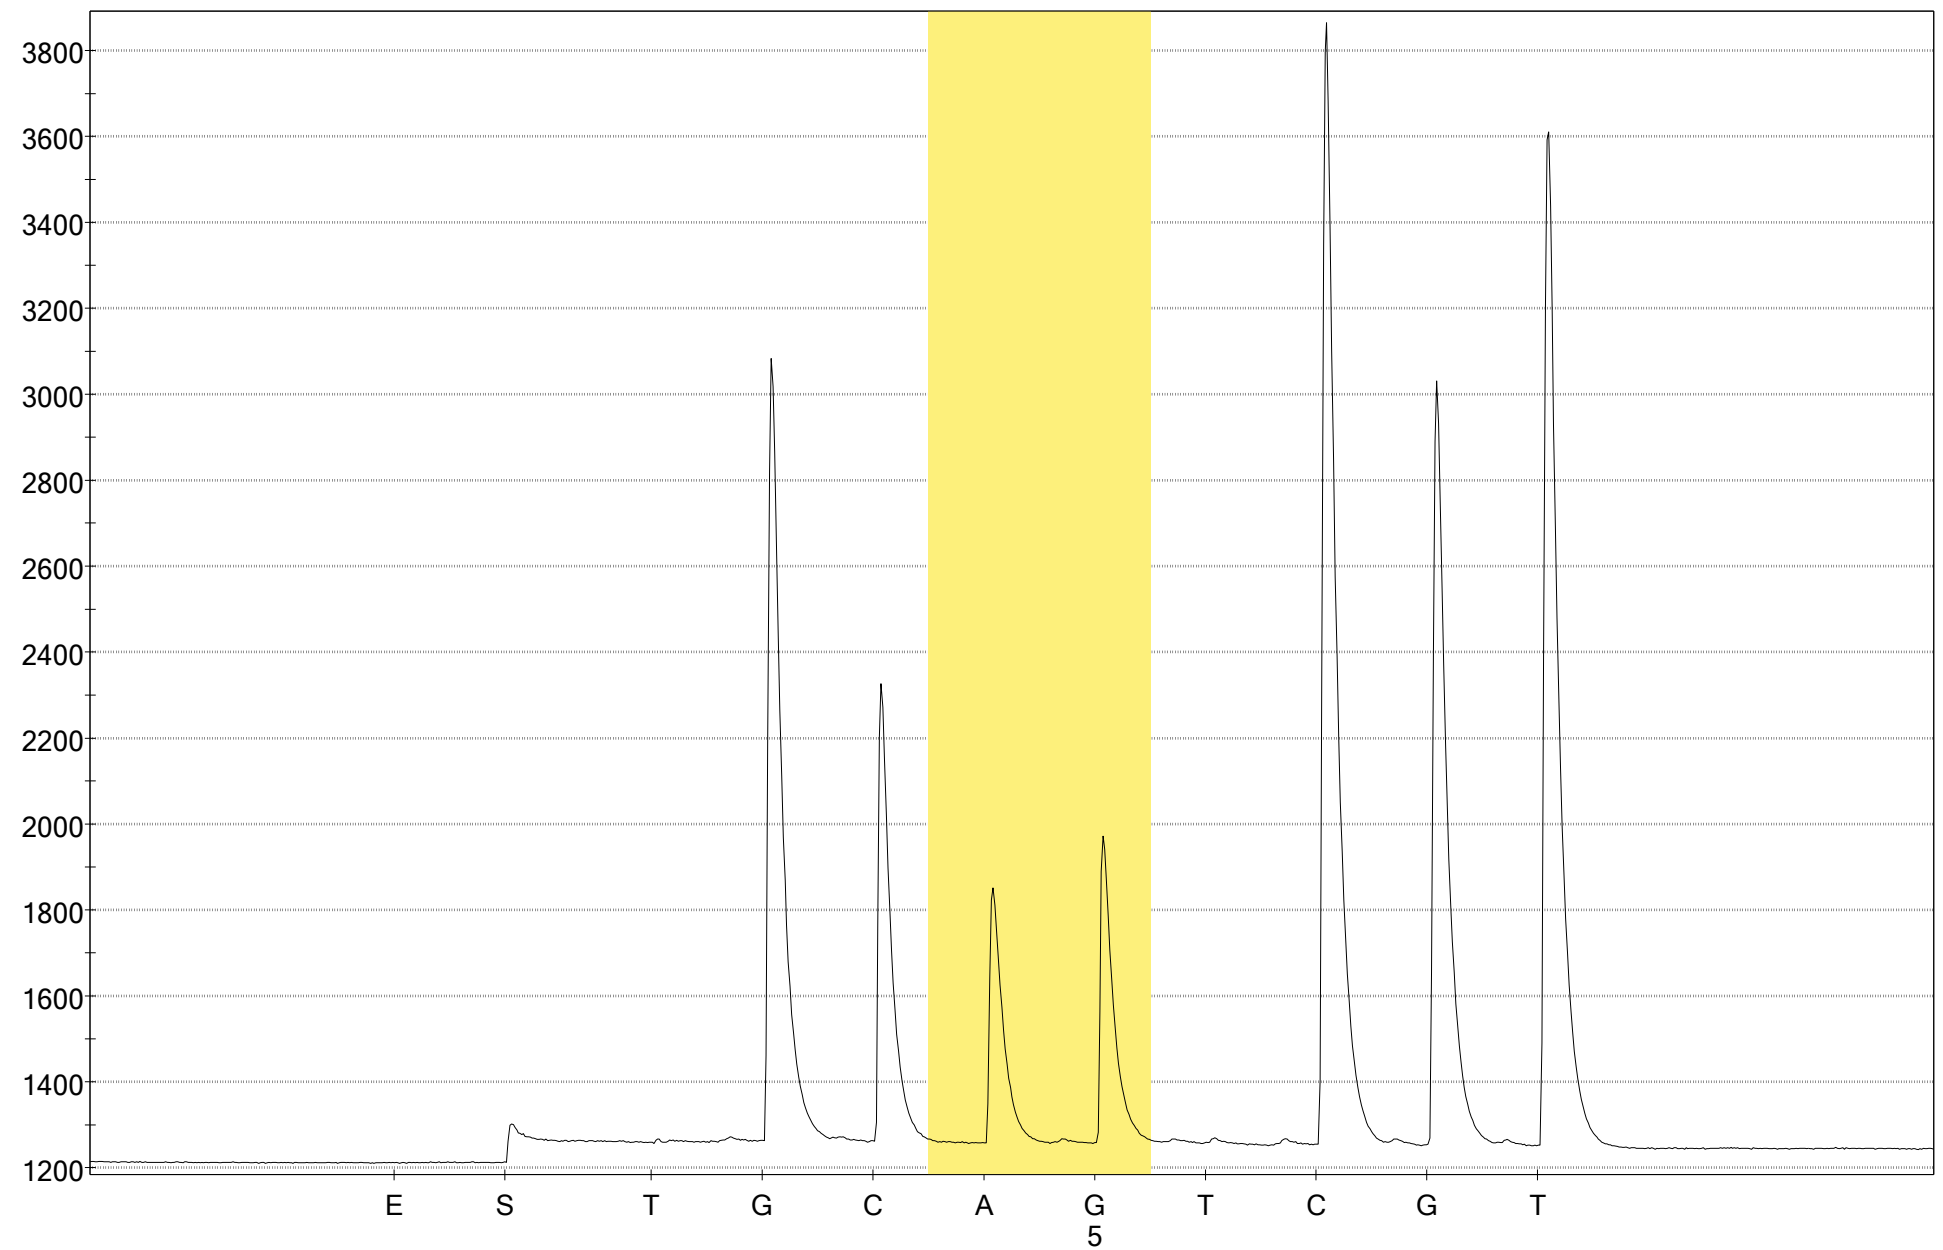

10 uL universal (141+157) - Well C11

Entry: Nsg2

4: A: 41.2% / G: 58.8%

(Passed)

A:41.2%  
G:58.8%

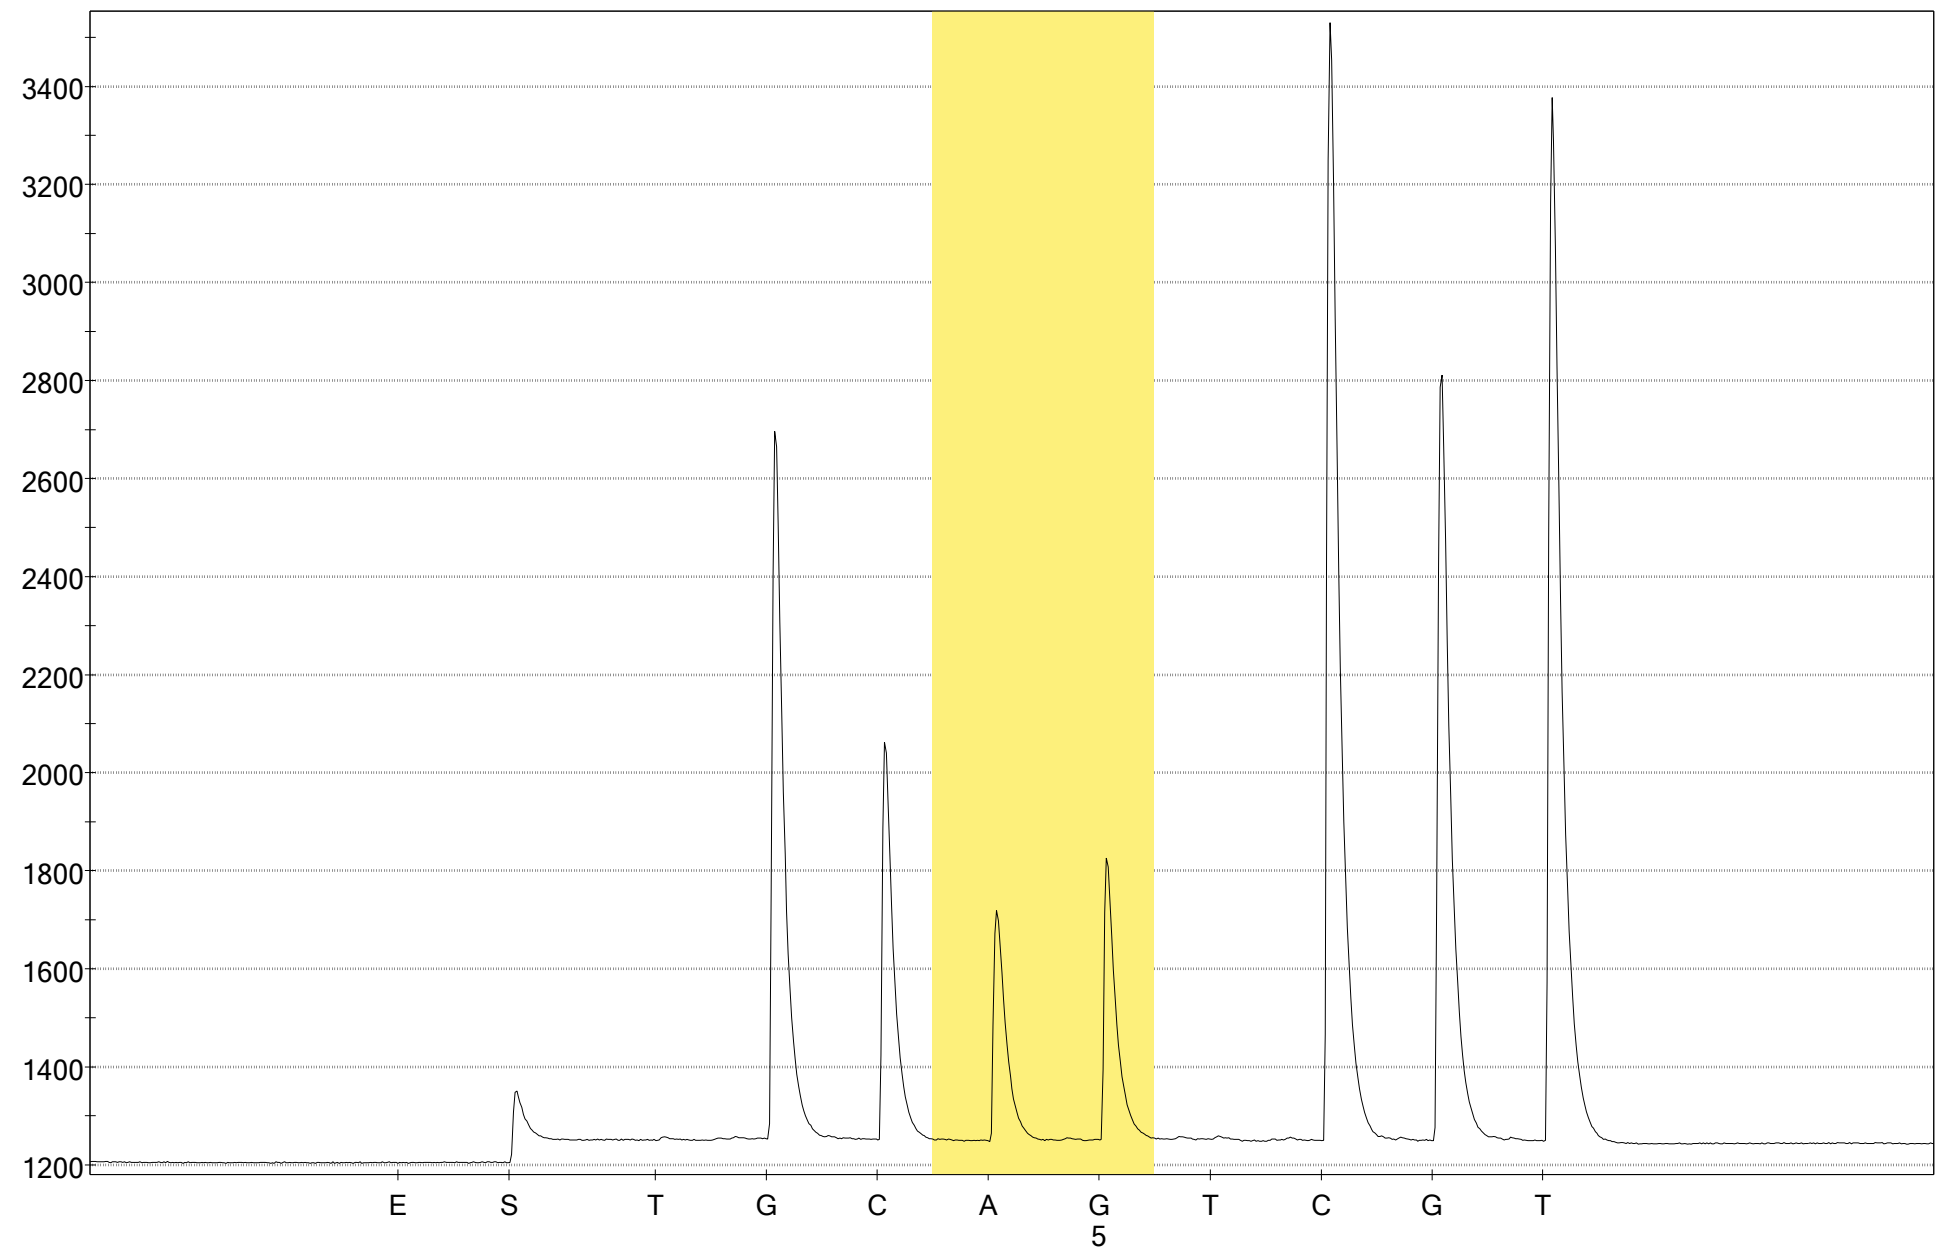

145 - Well C5  
Entry: Nsg2  
4: A: 38.9% / G: 61.1%  
(Passed)

A:38.9%  
G:61.1%

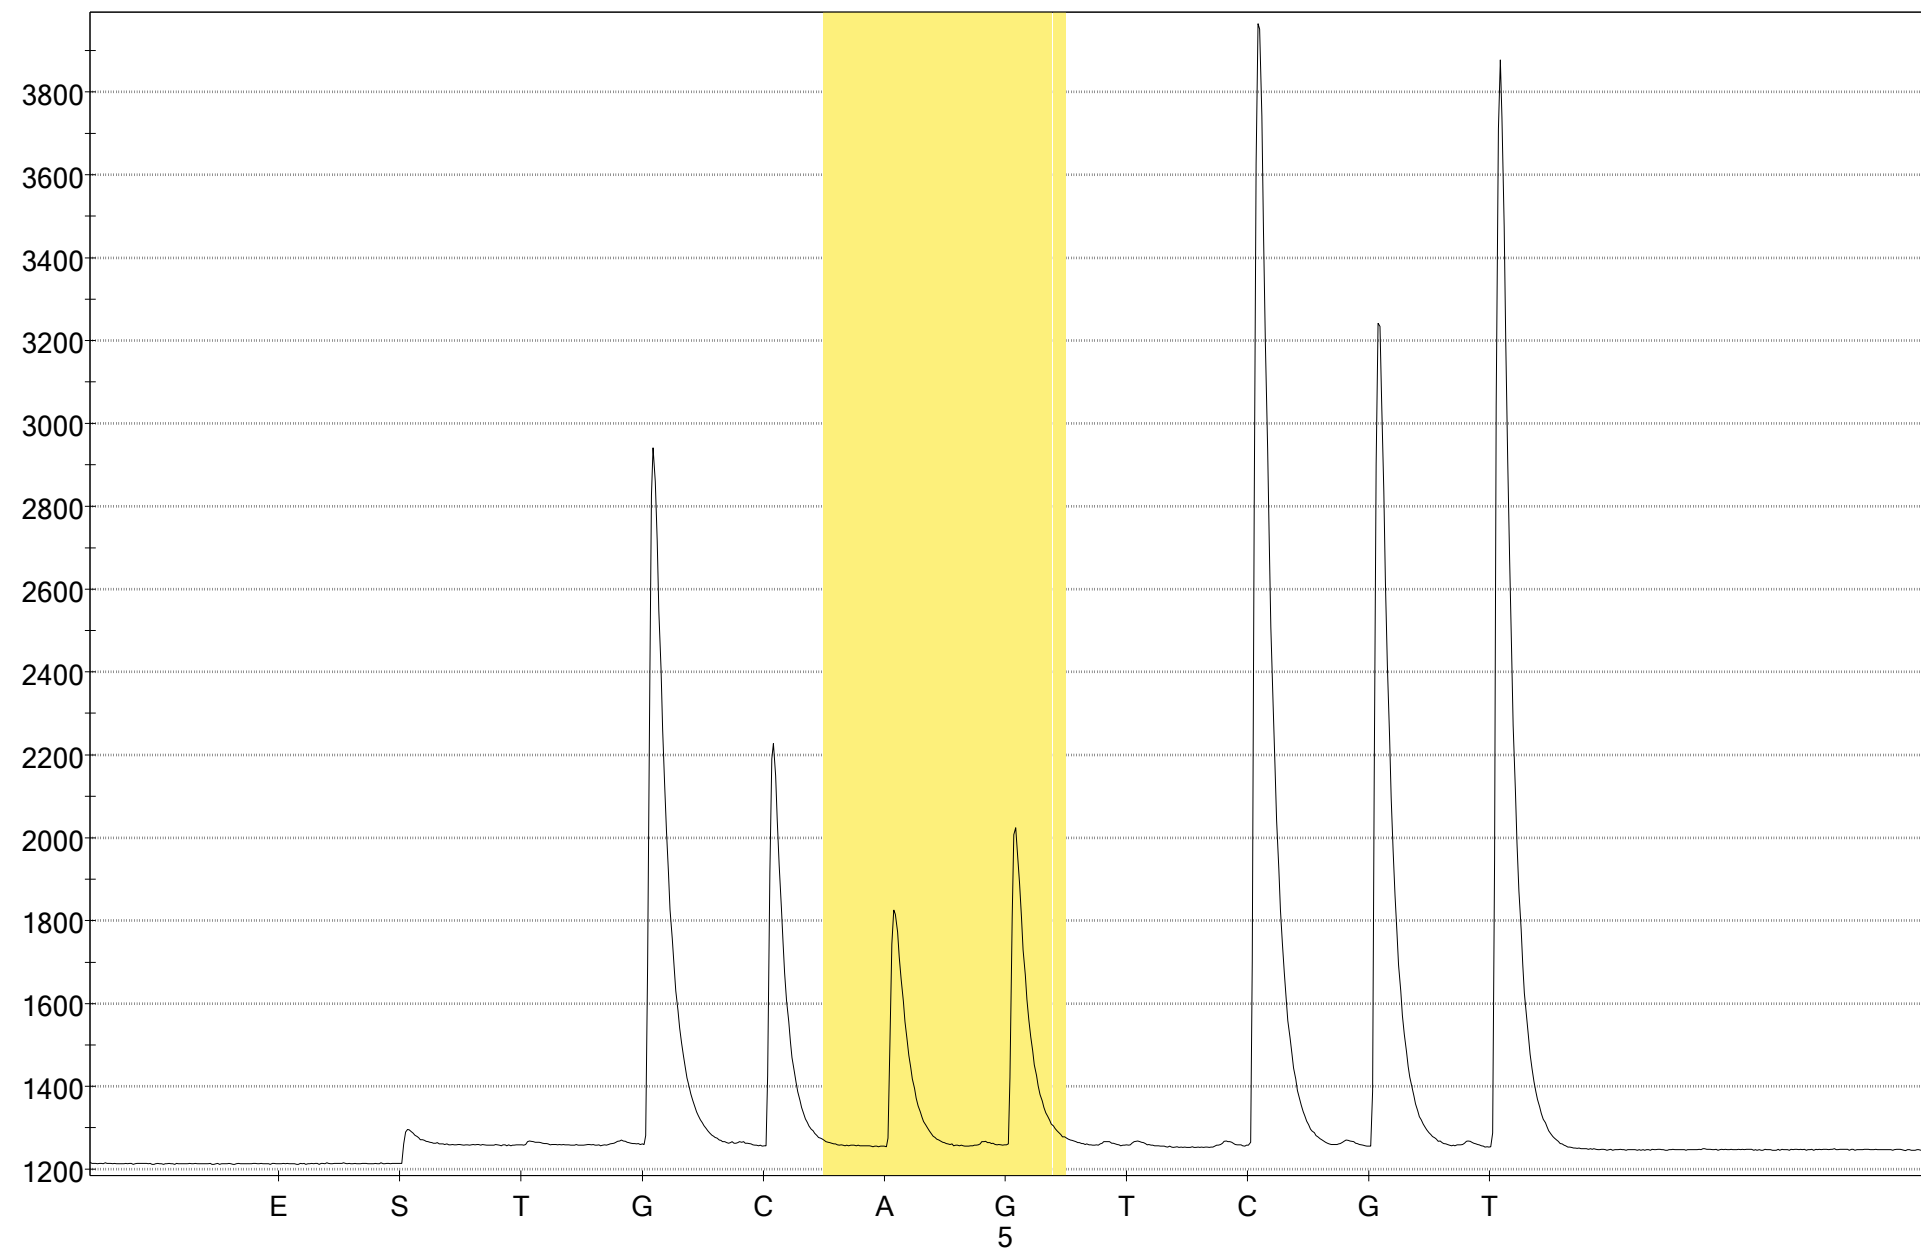

dna - Well C5  
Entry: Nsg2  
4: A: 43.3% / G: 56.7%  
(Passed)

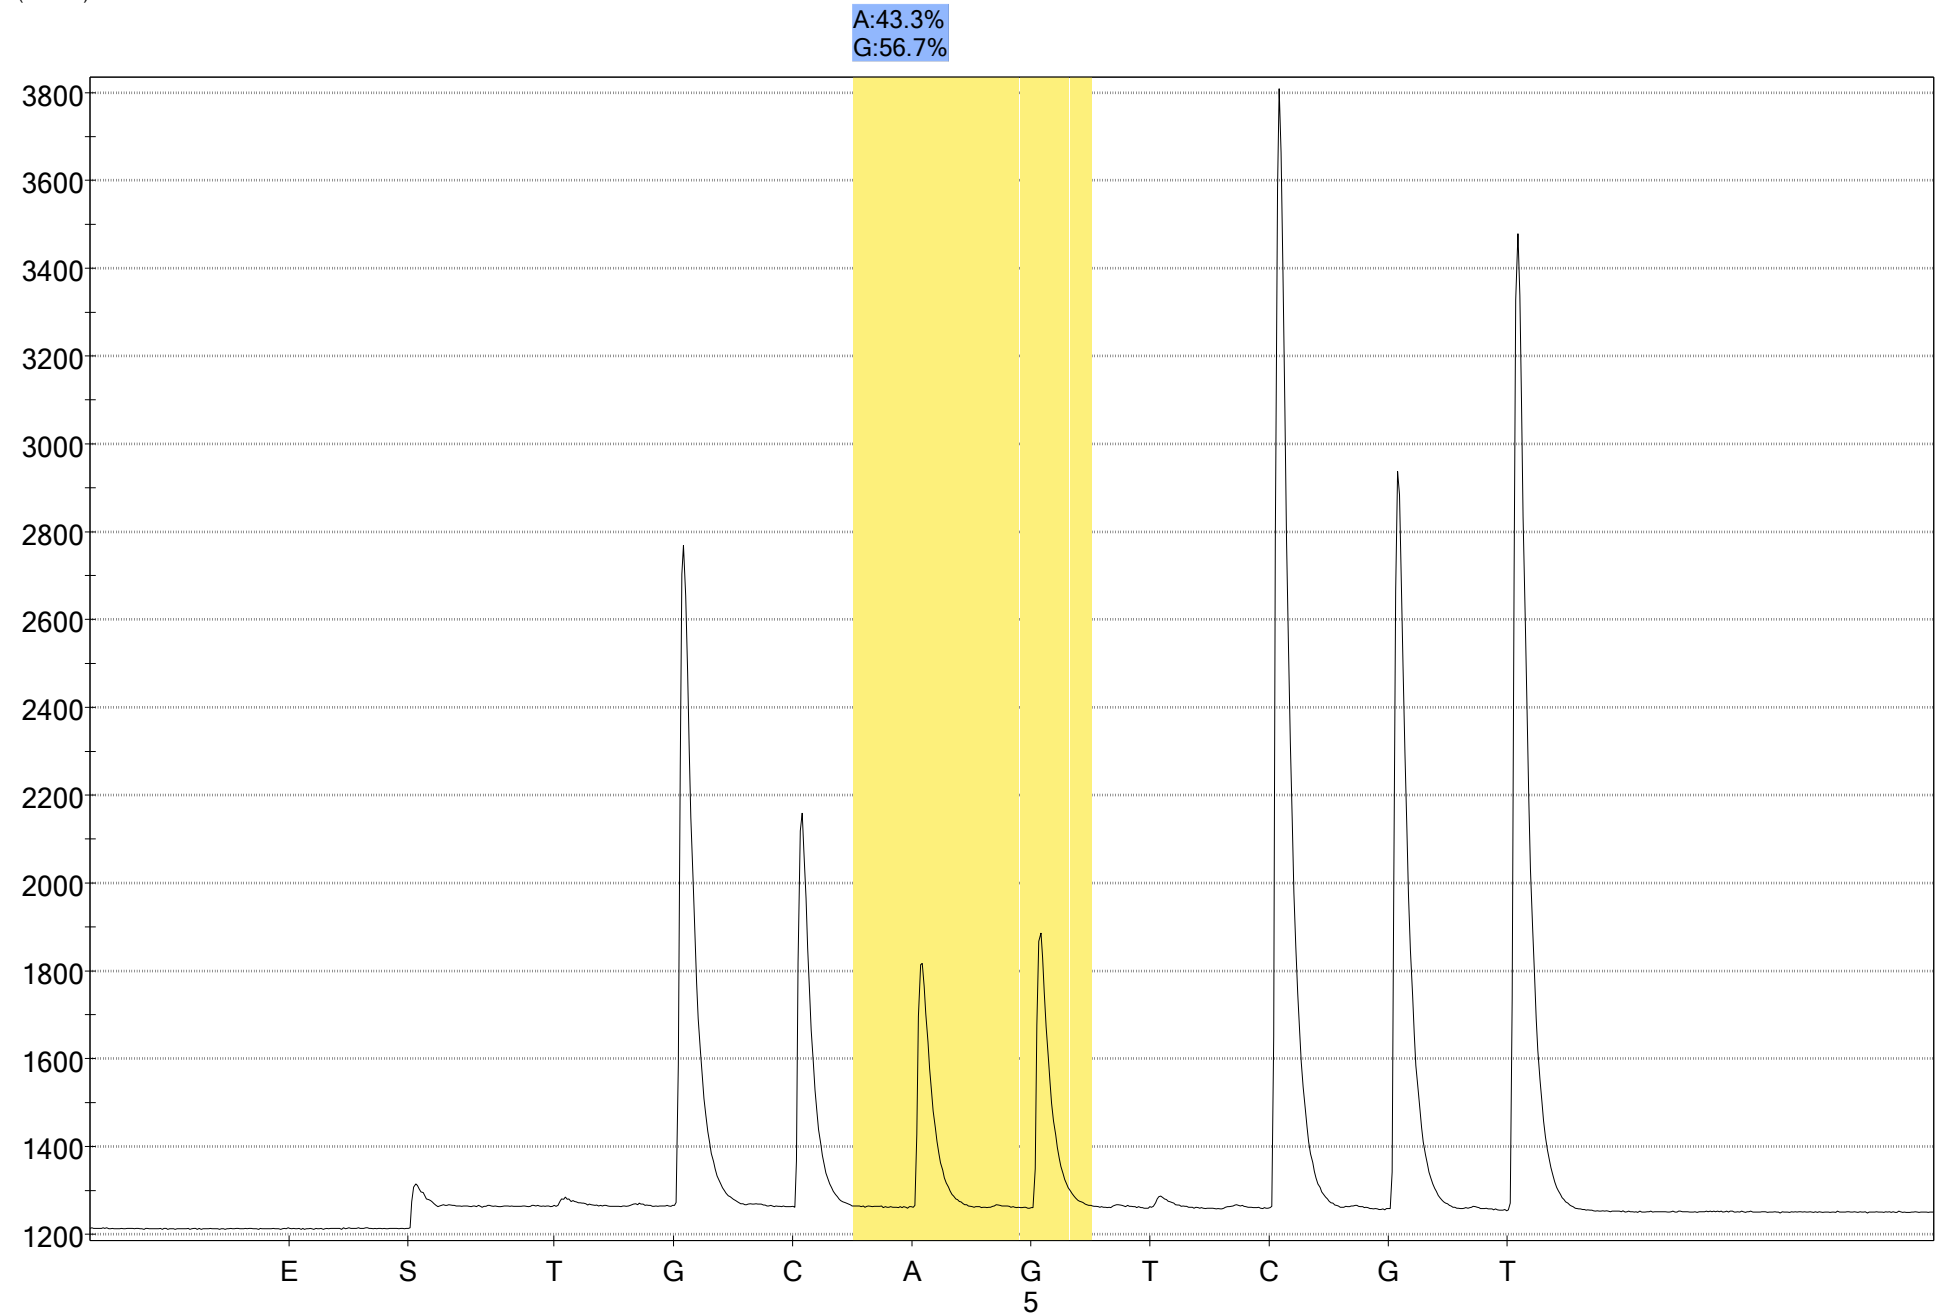

dna - Well C11  
Entry: Nsg2  
4: A: 43.7% / G: 56.3%  
(Passed)

A:43.7%  
G:56.3%

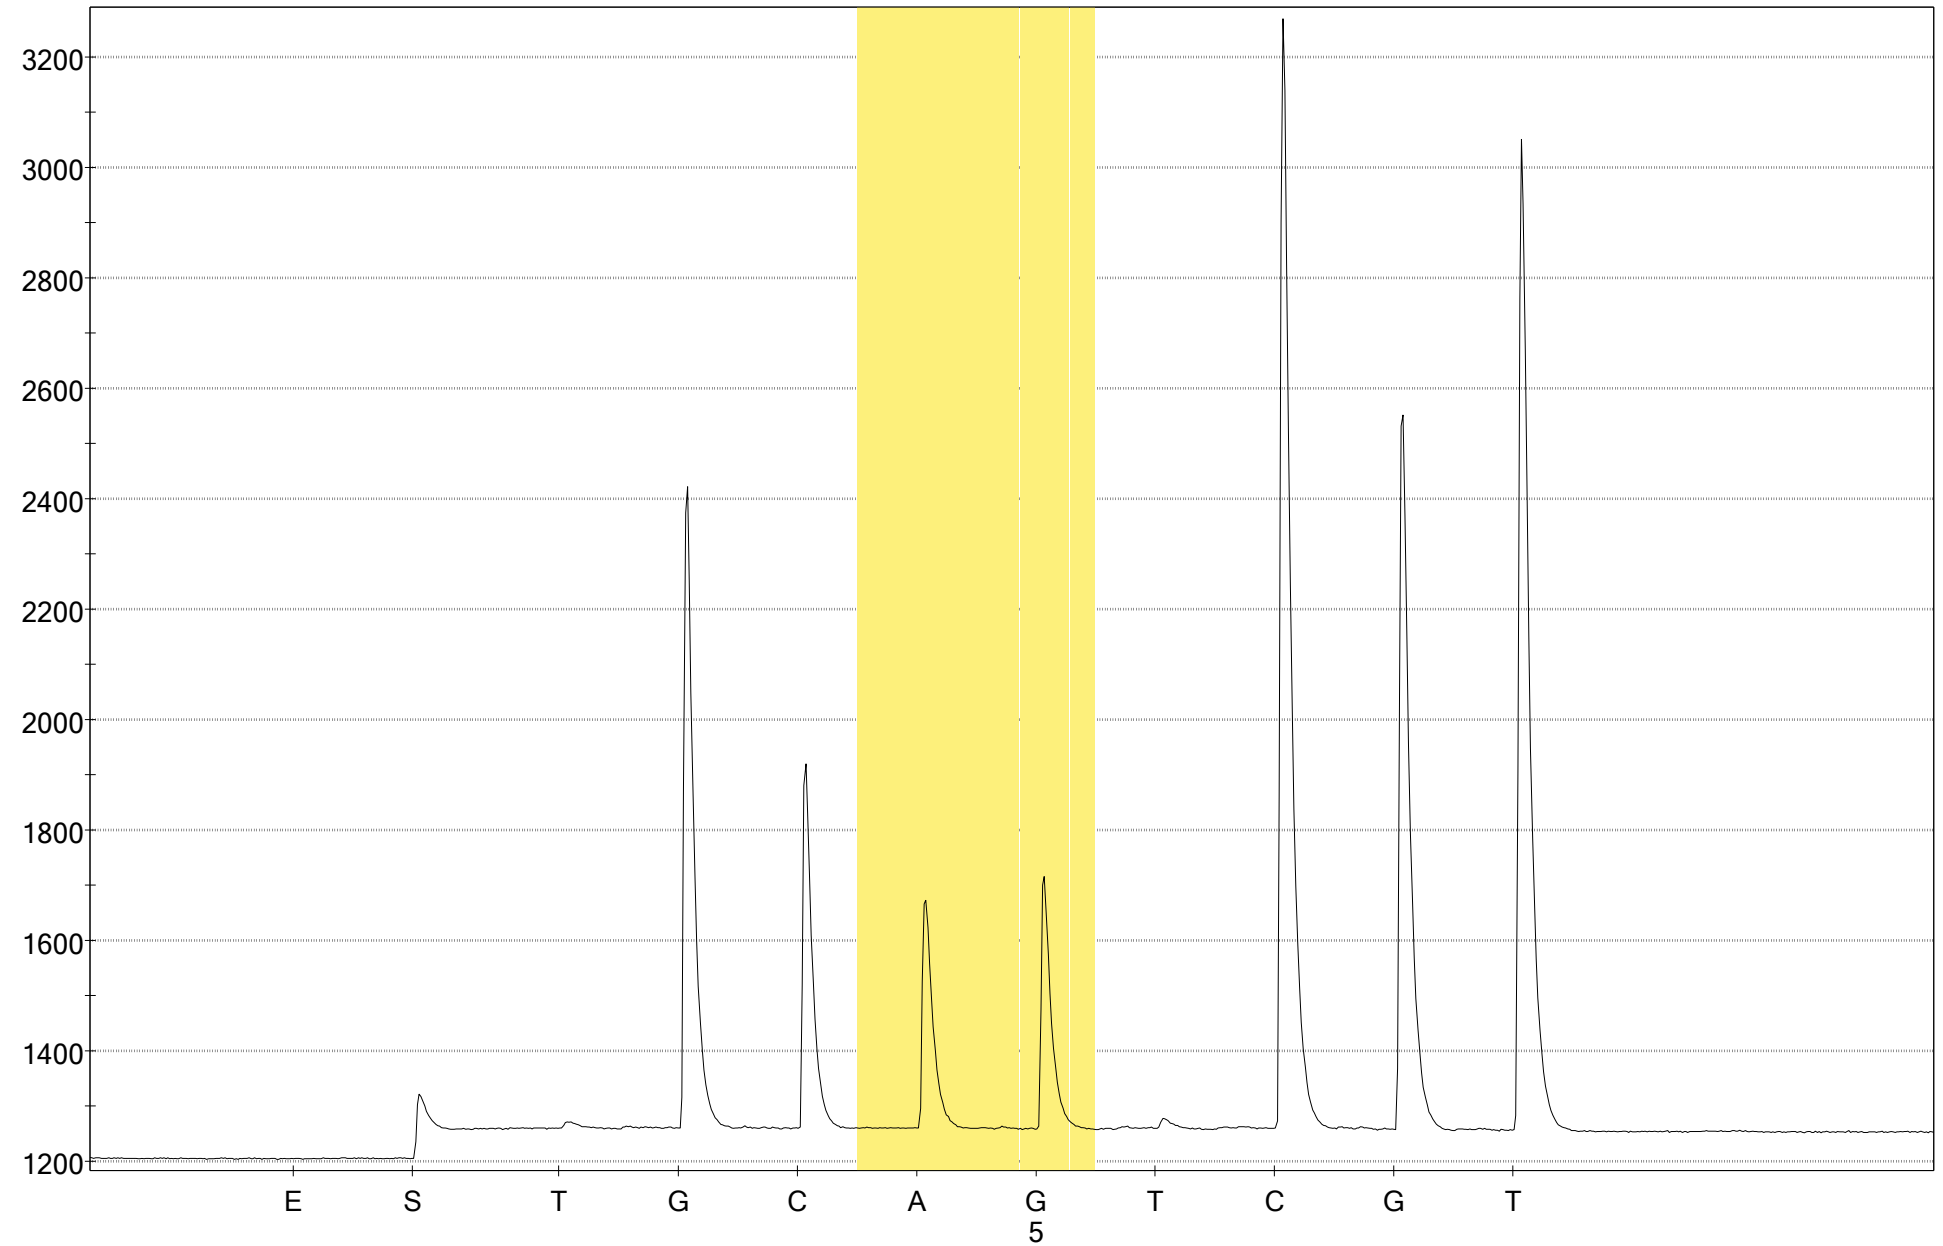

10 uL universal (141+157) - Well F1  
Entry: AK138412  
4: T: 72.8% / C: 27.2%  
(Passed)

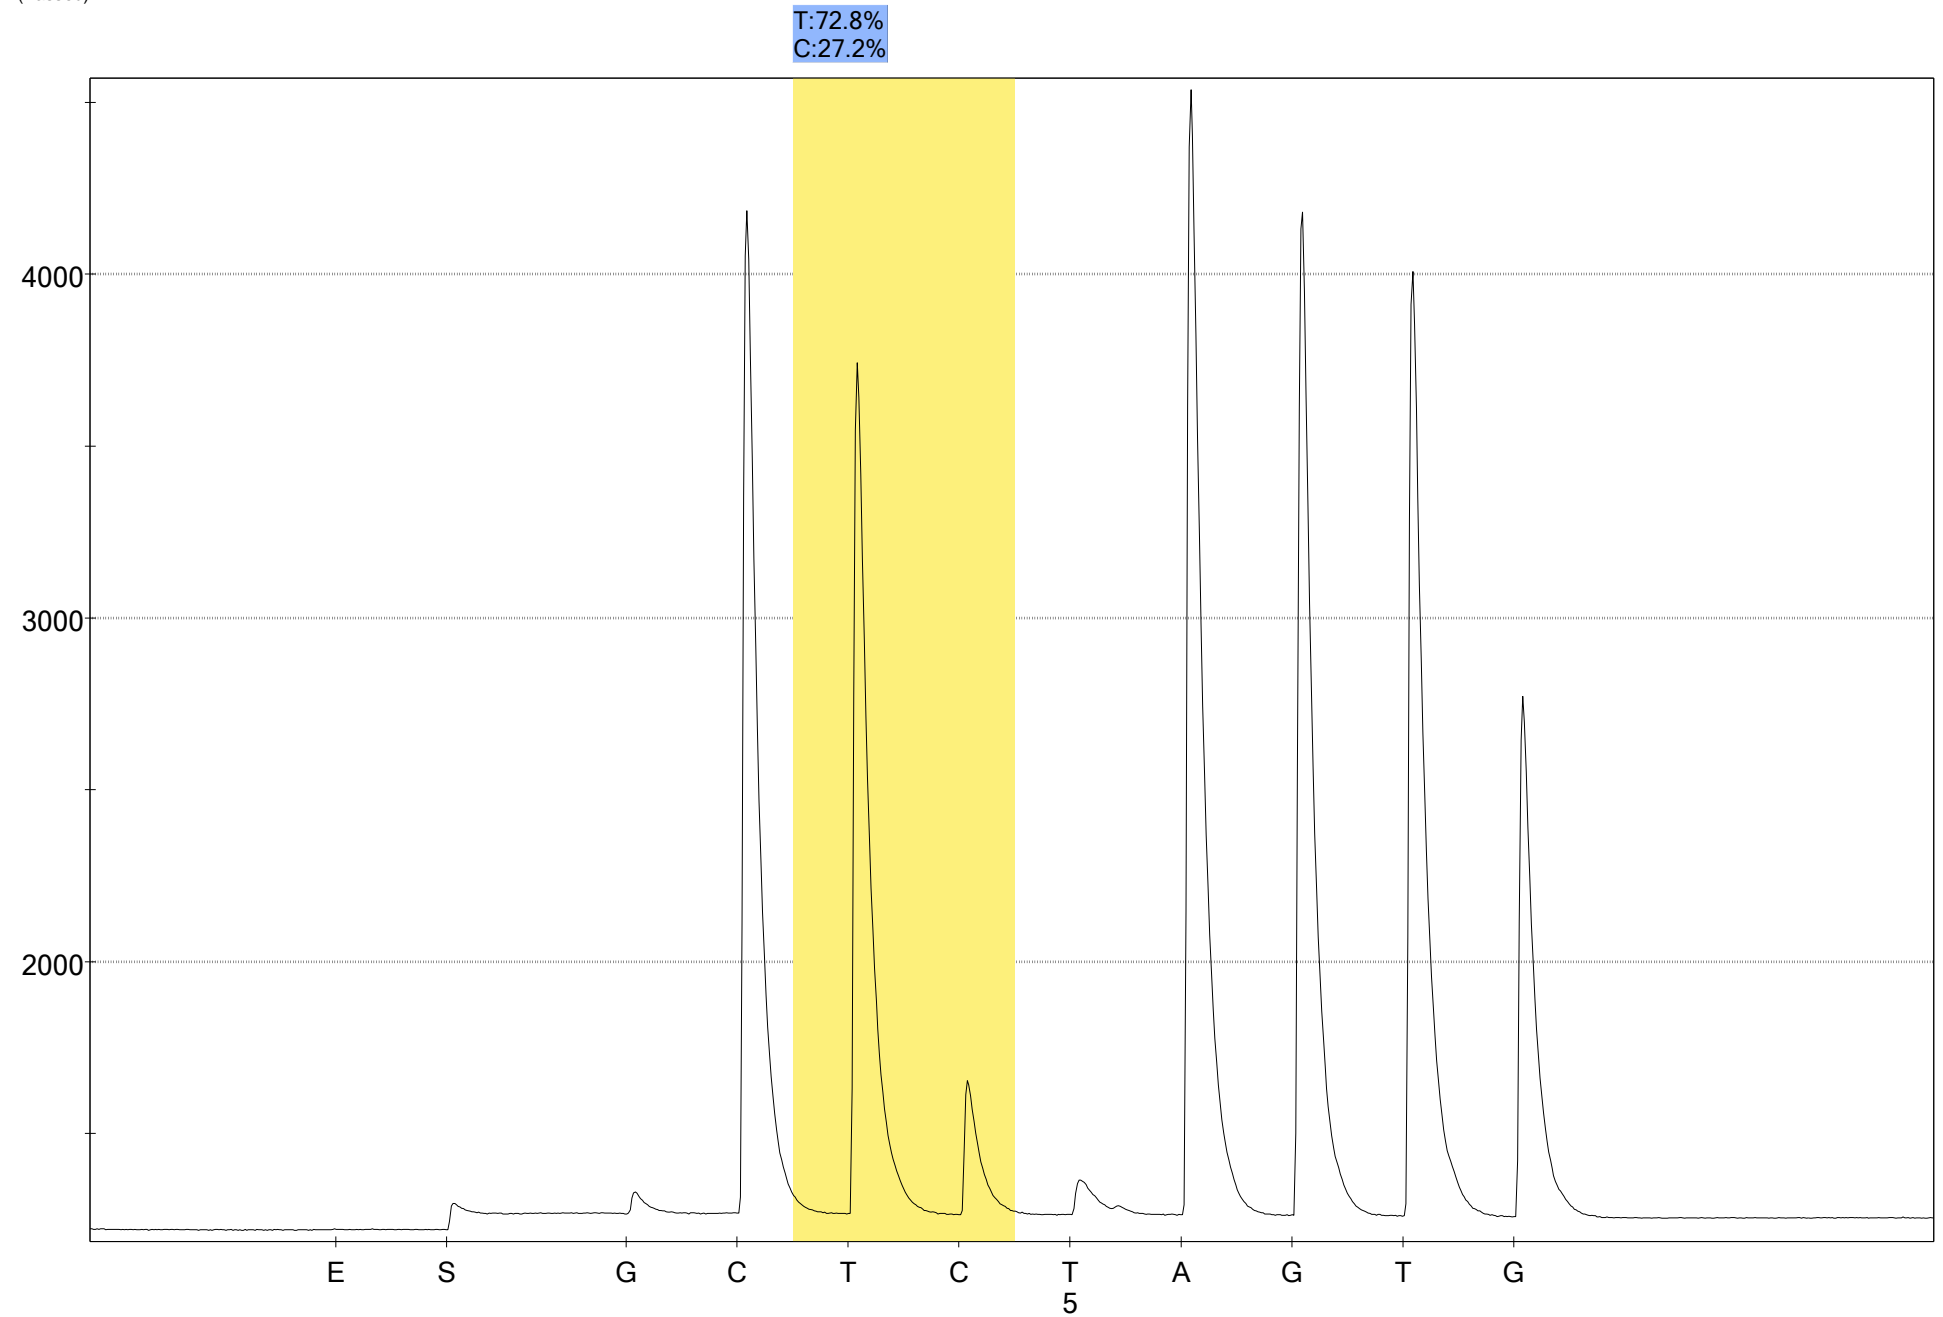

10 uL universal (141+157) - Well F7  
Entry: AK138412  
4: T: 69.2% / C: 30.8%  
(Passed)

T:69.2%  
C:30.8%

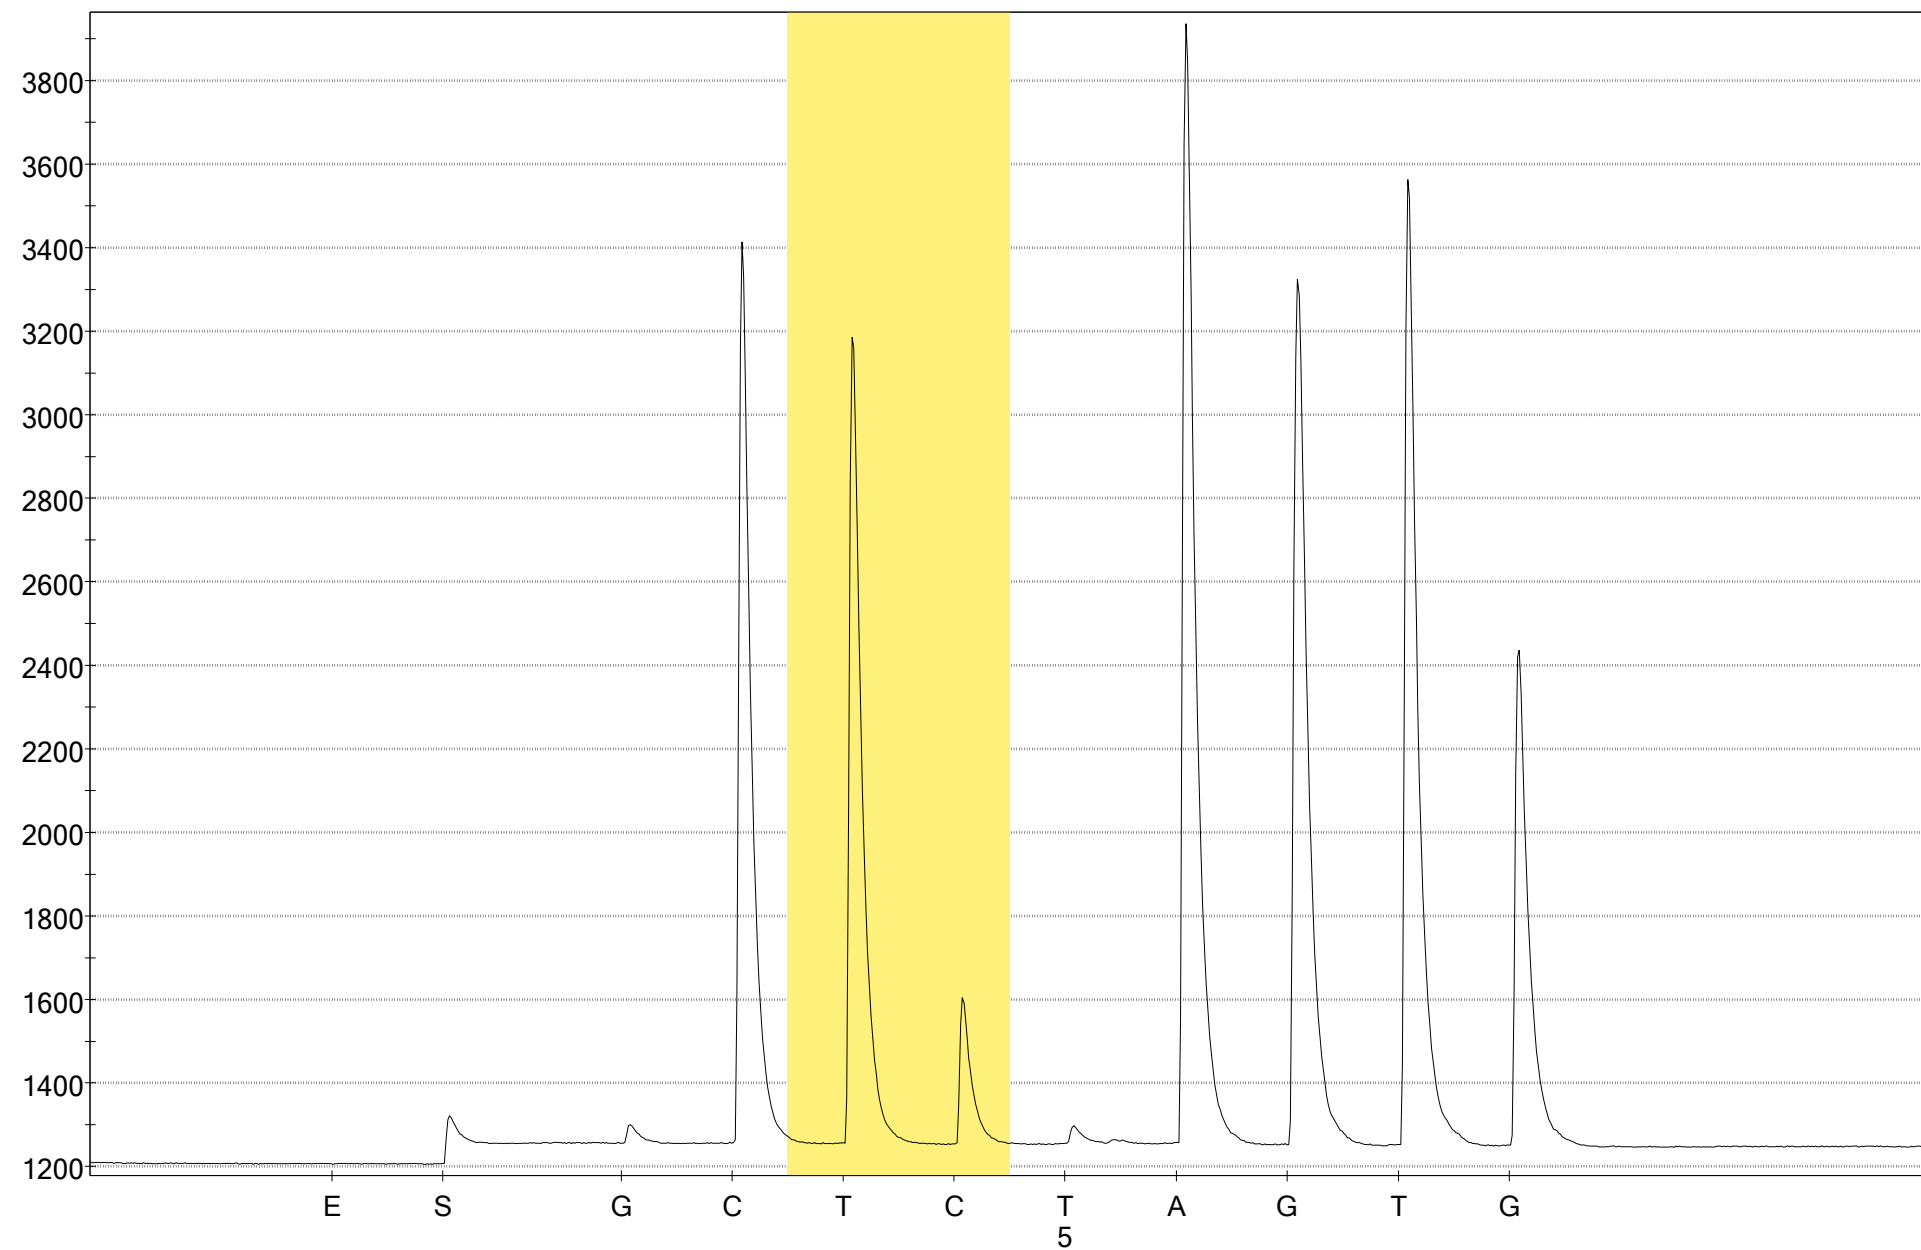

145 - Well F1  
Entry: AK138412  
4: T: 65.6% / C: 34.4%  
(Passed)

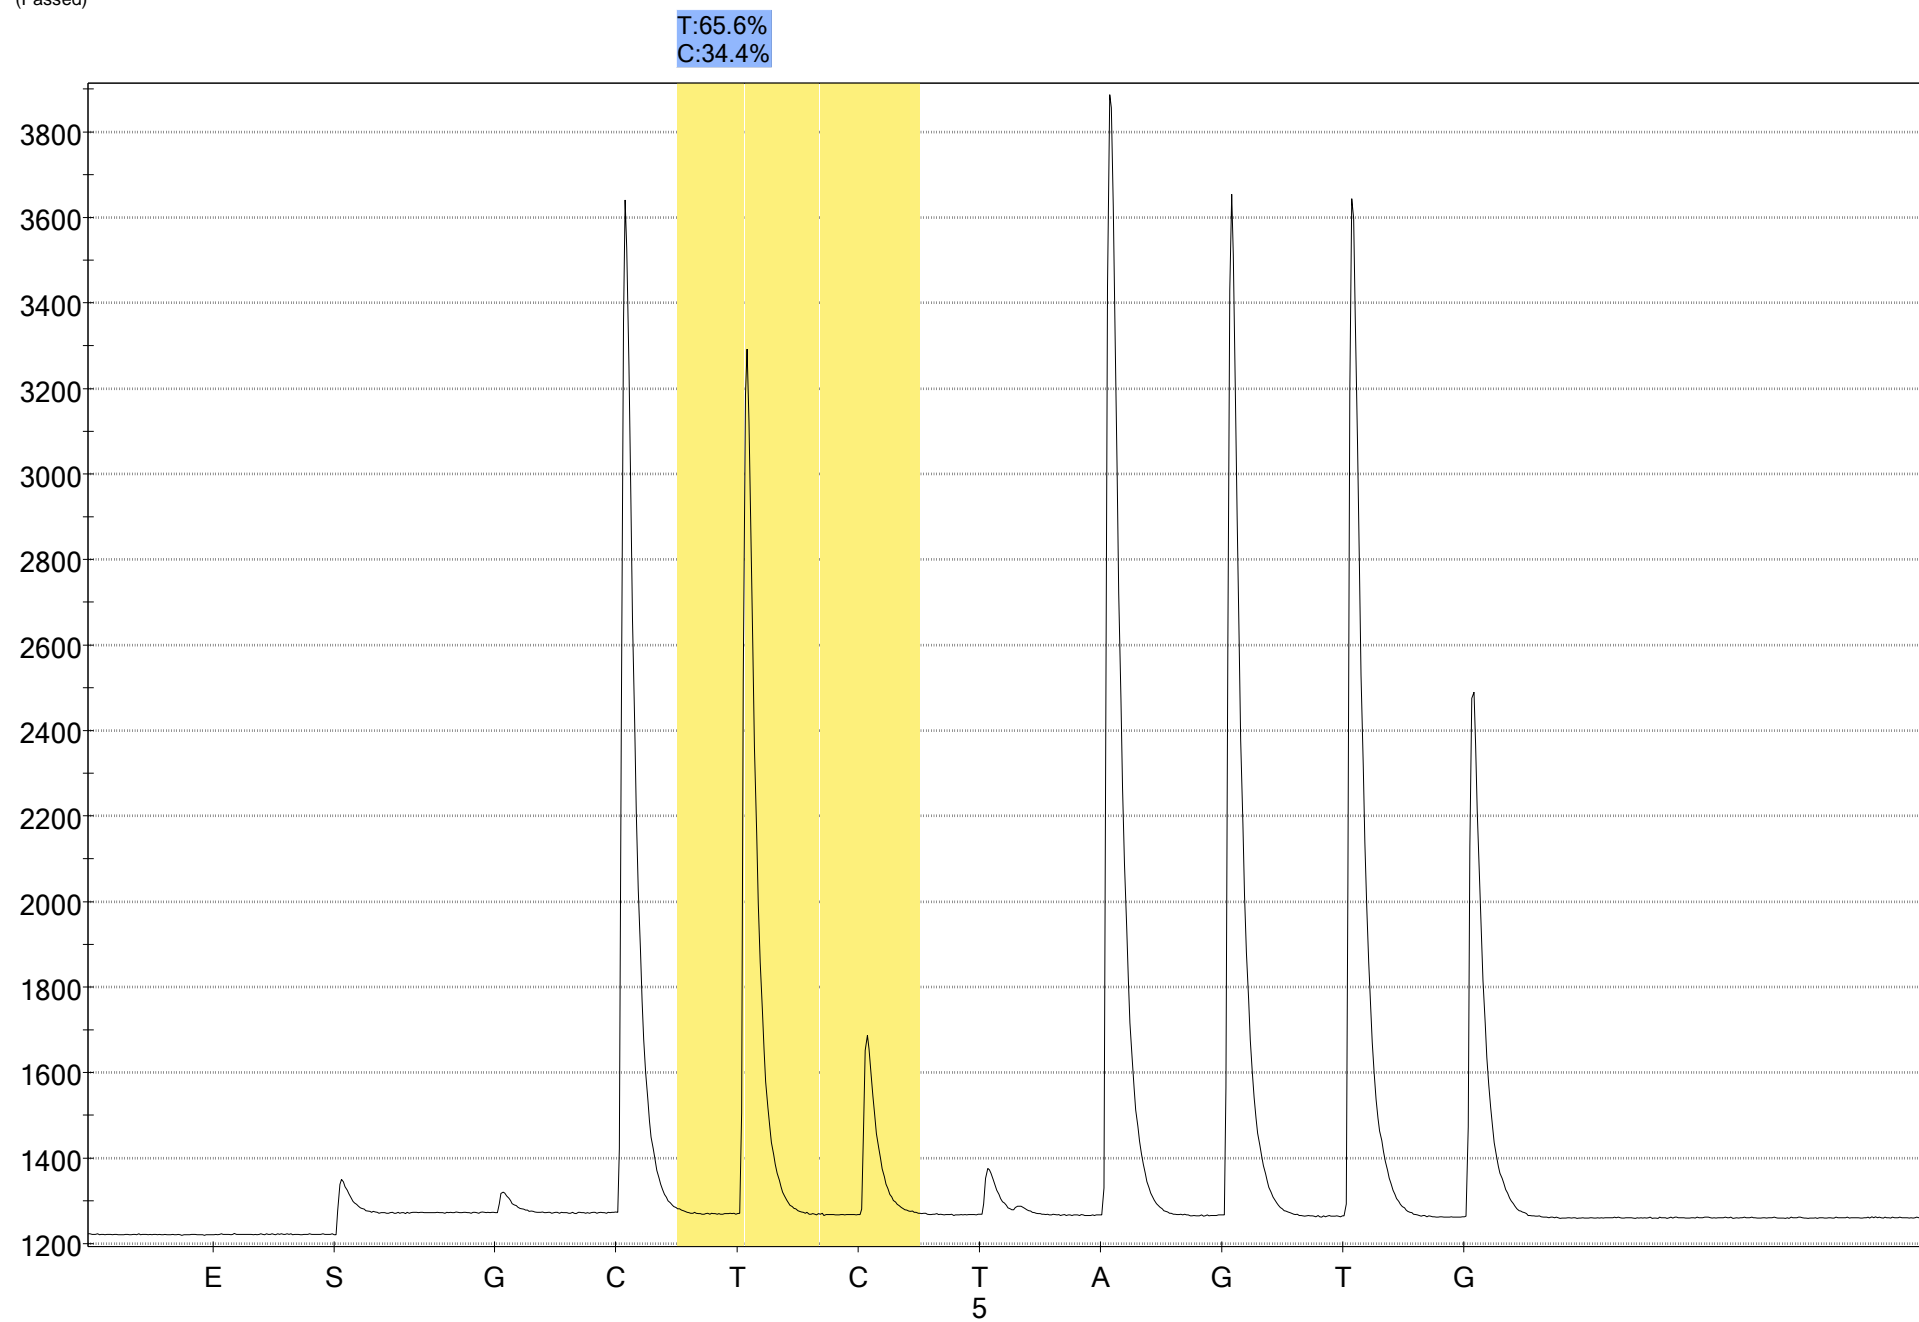

dna - Well F1  
Entry: AK138412  
4: T: 65.6% / C: 34.4%  
(Passed)

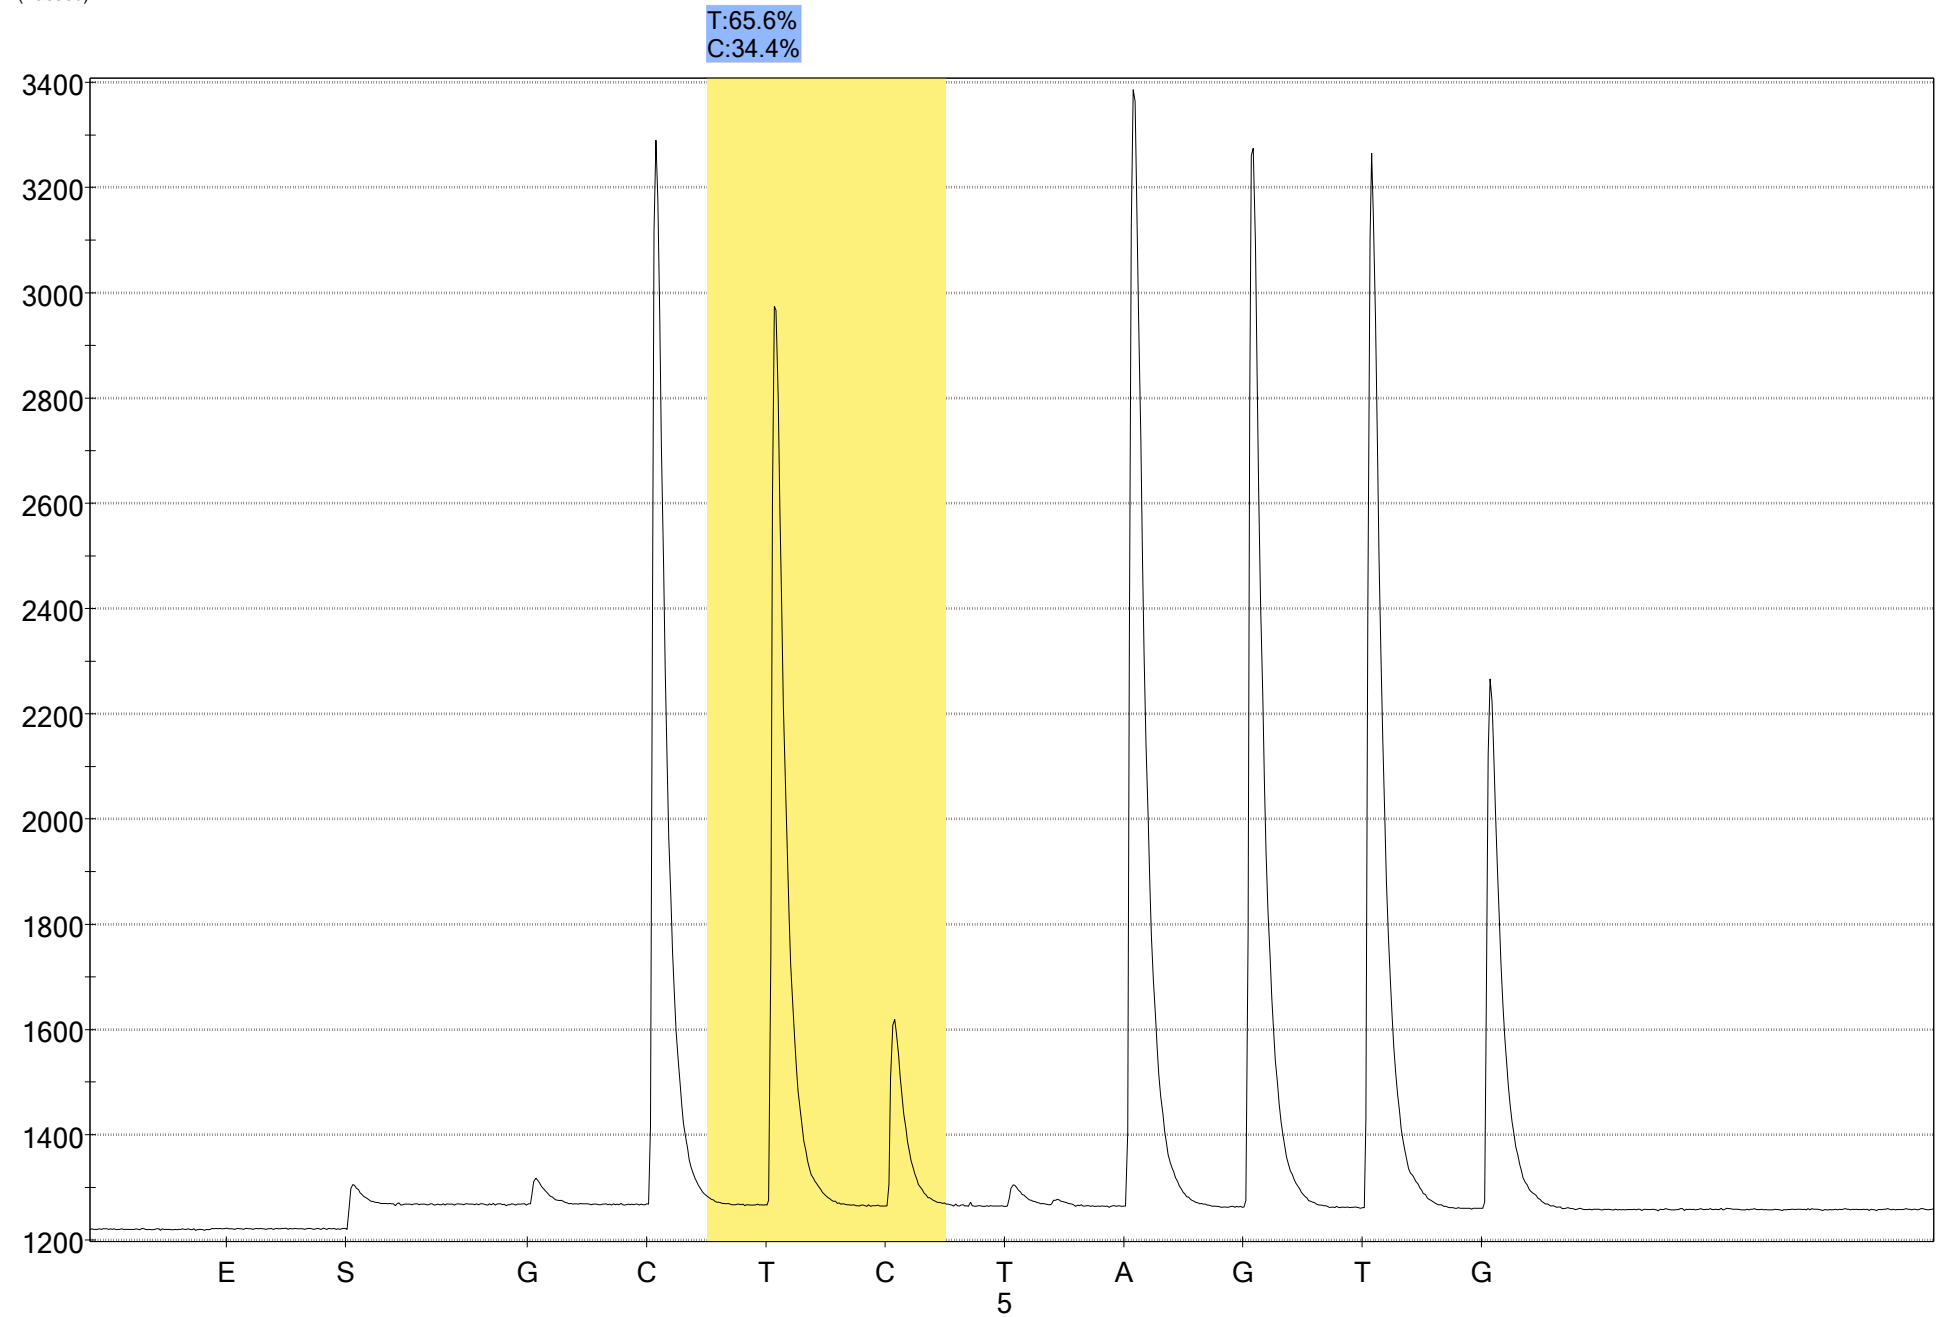

dna - Well F7  
Entry: AK138412  
4: T: 73.1% / C: 26.9%  
(Passed)

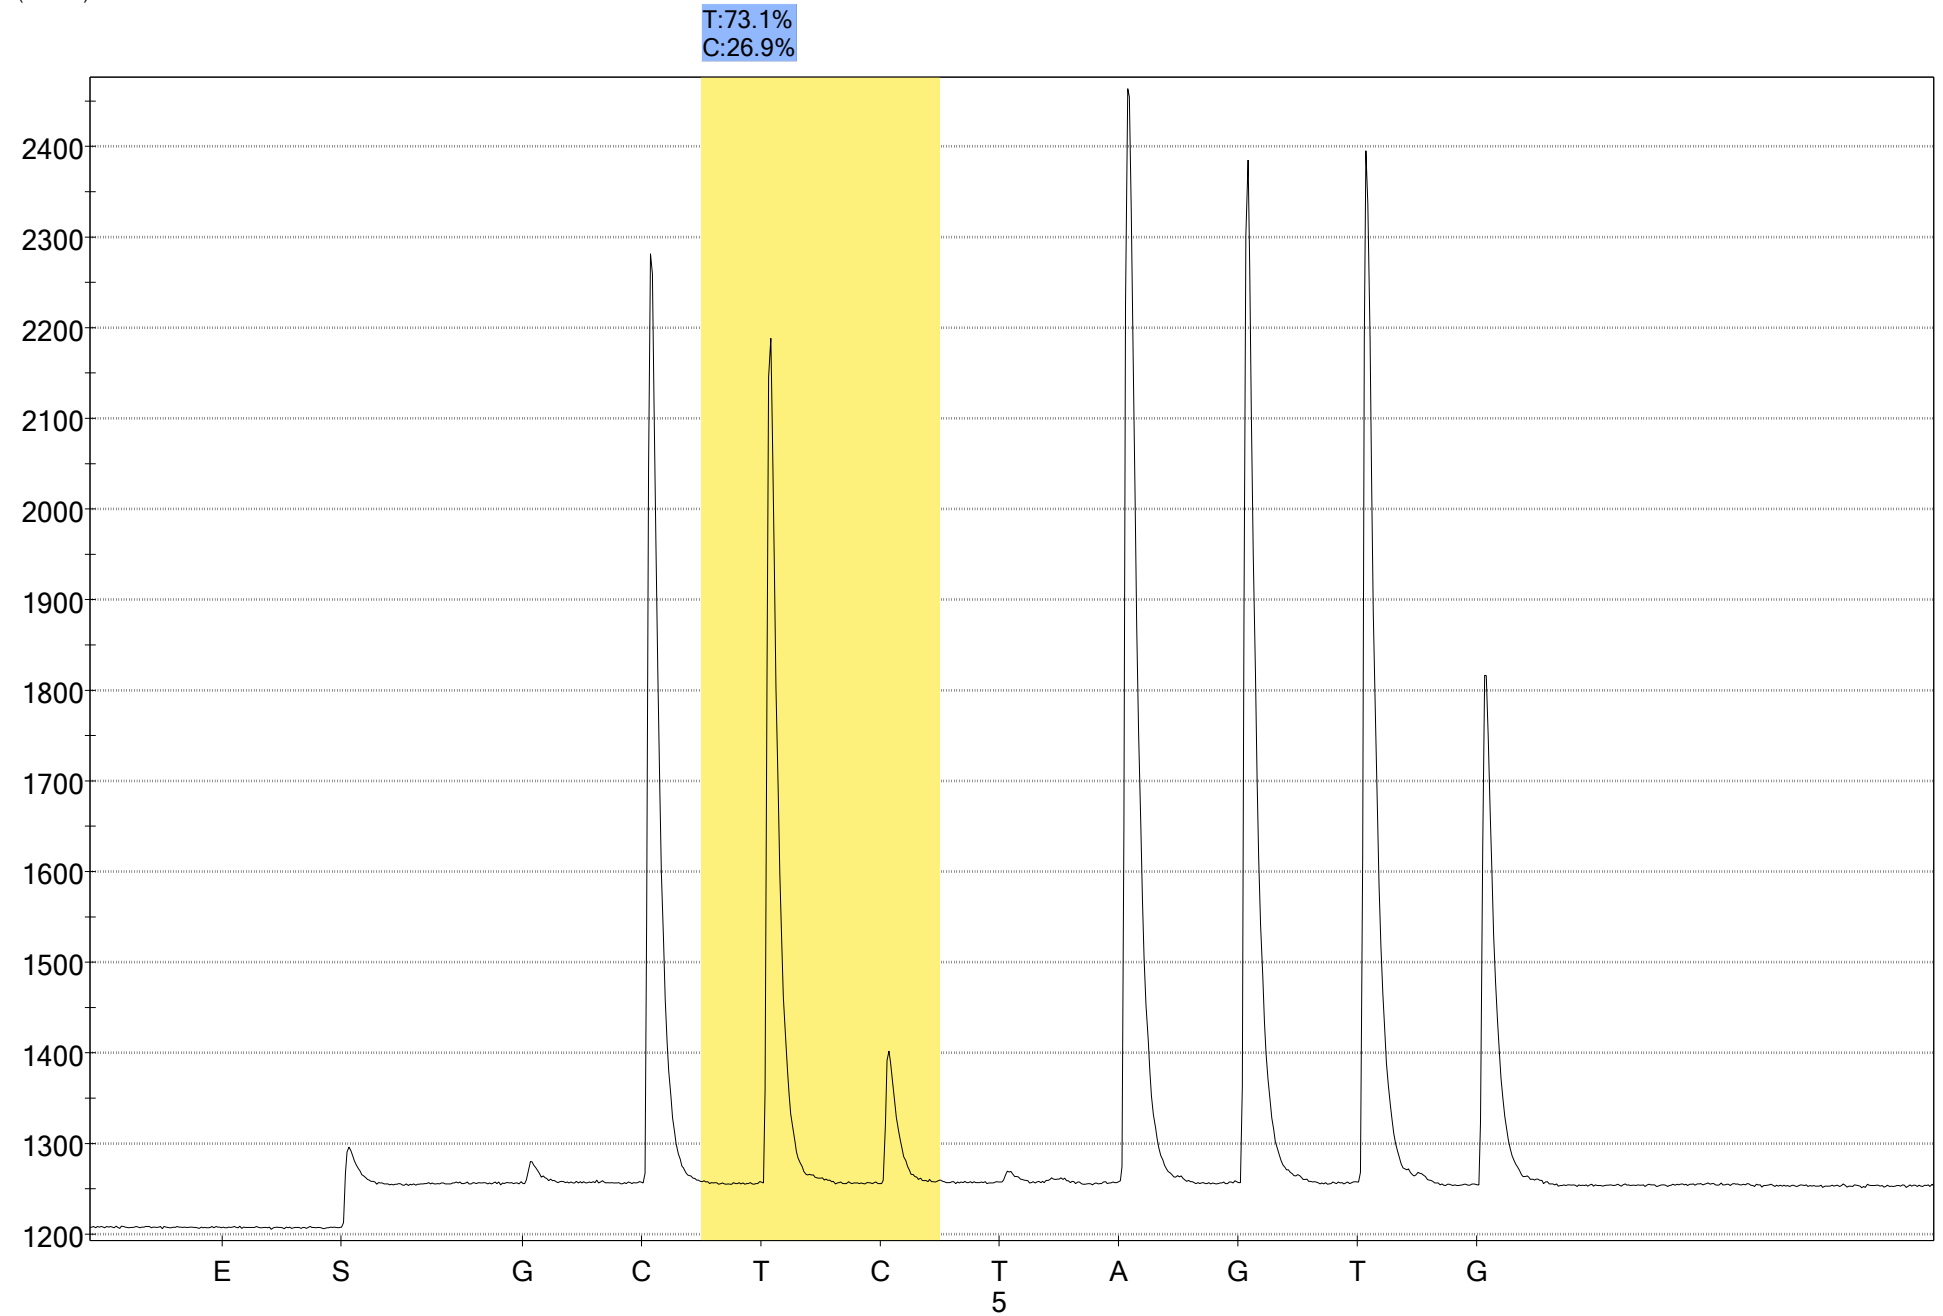

10 uL universal (141+157) - Well D2

Entry: Cald1

1: T: 42.6% / C: 57.4%

(Passed)

T:42.6%  
C:57.4%

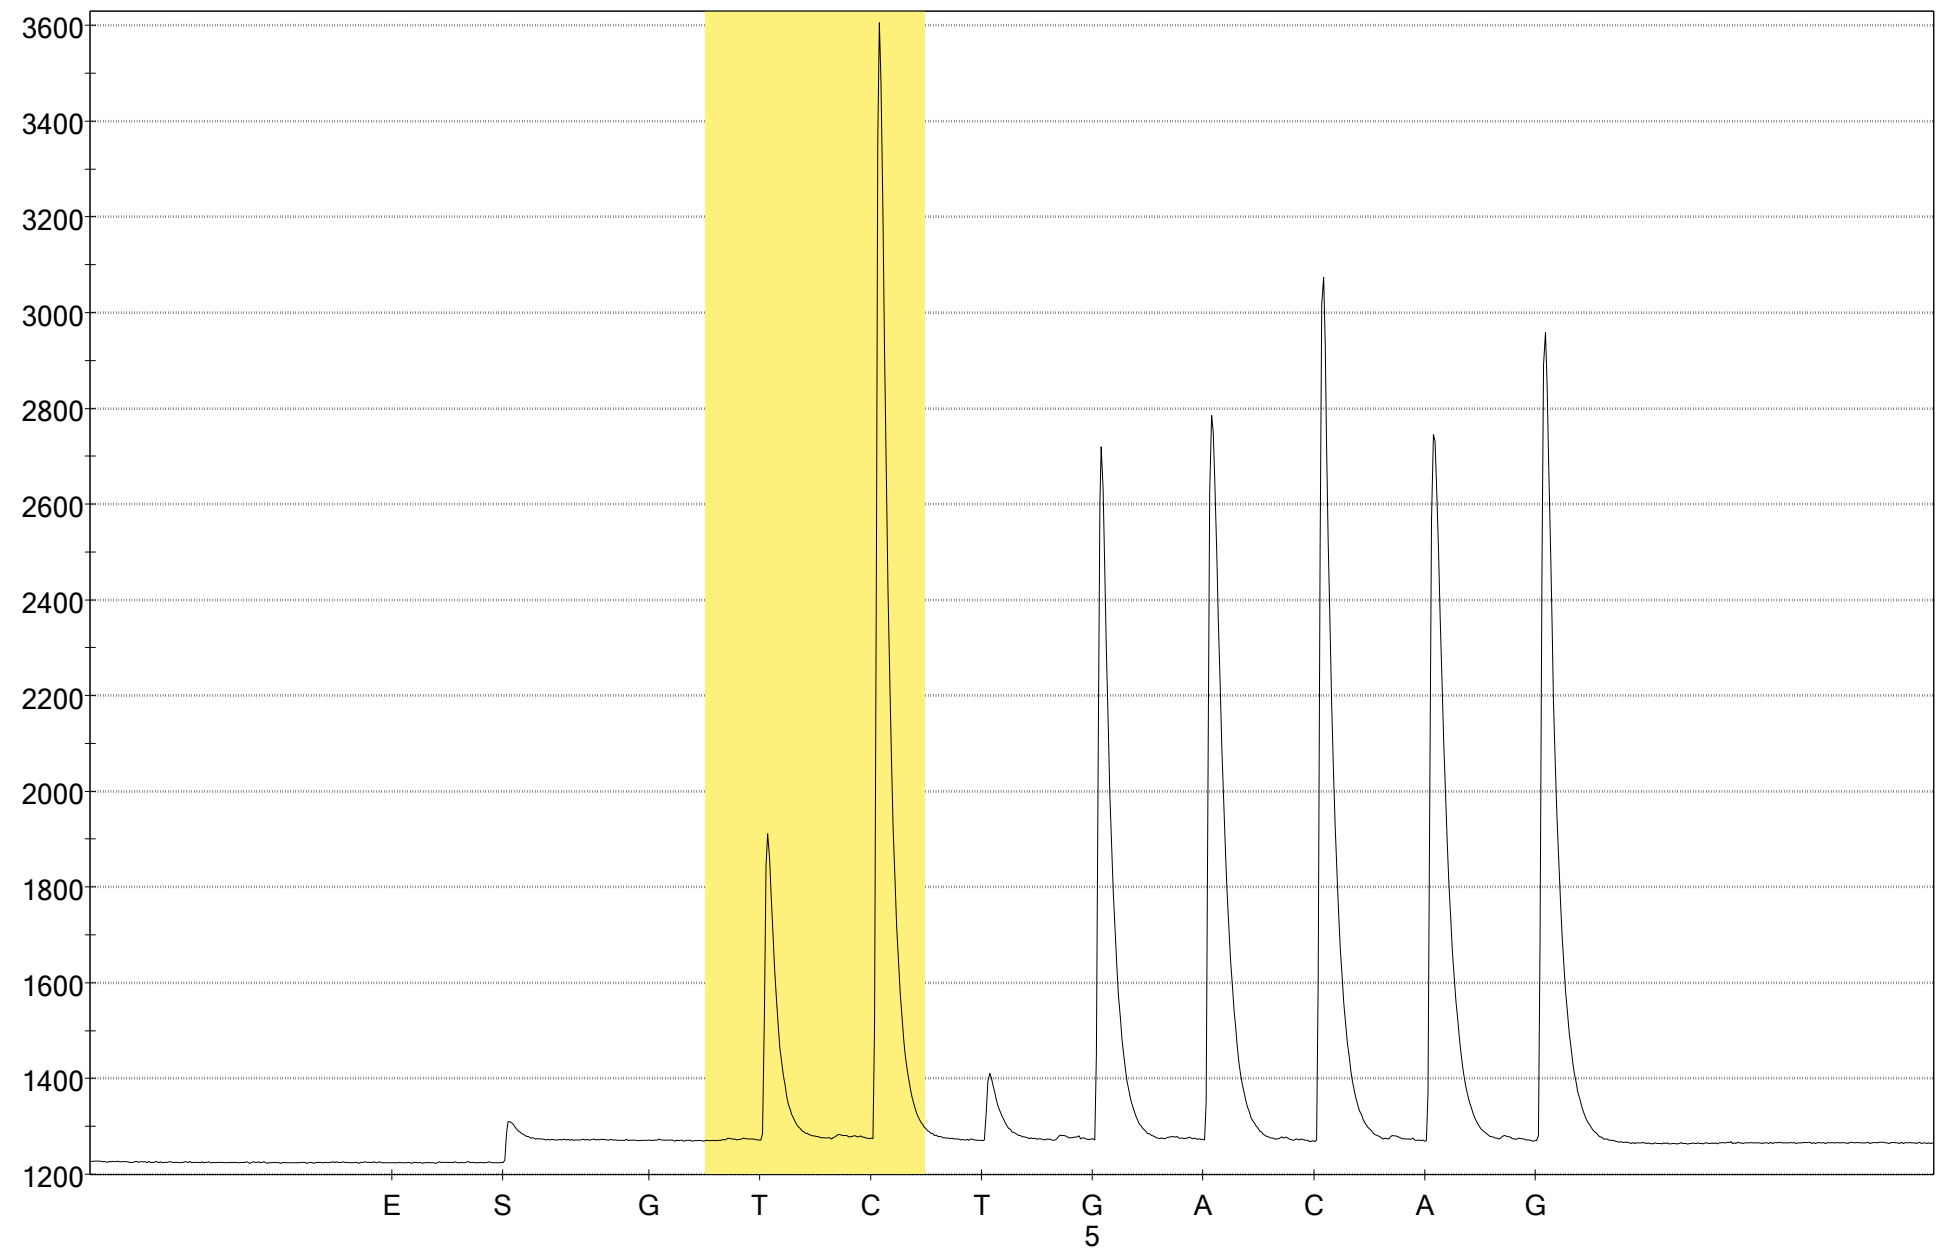

10 uL universal (141+157) - Well D8

Entry: Cald1

1: T: 43.8% / C: 56.2%

(Passed)

T:43.8%  
C:56.2%

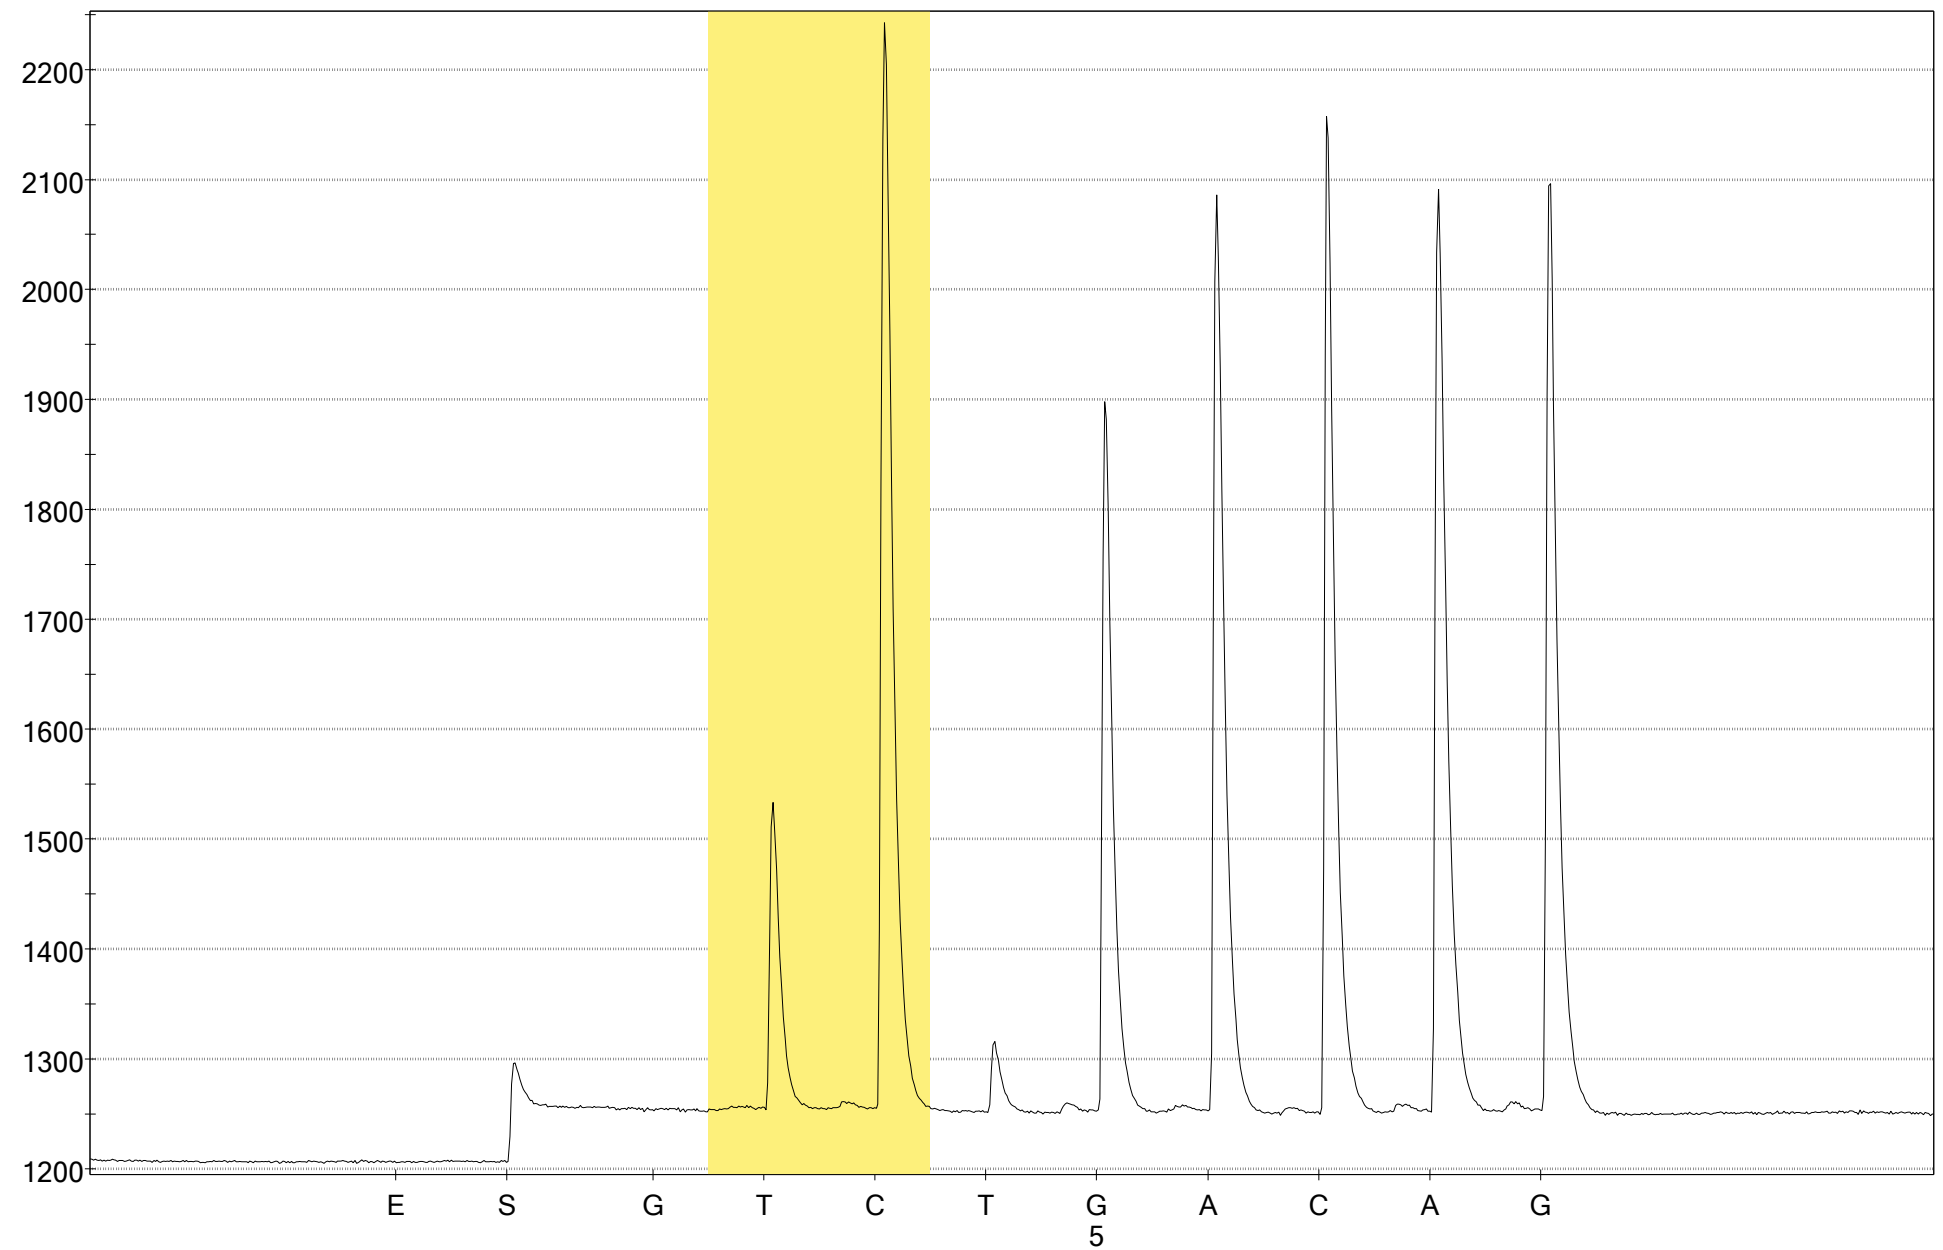

145 - Well D2  
Entry: Cald1  
1: T: 44.2% / C: 55.8%  
(Passed)

T:44.2%  
C:55.8%

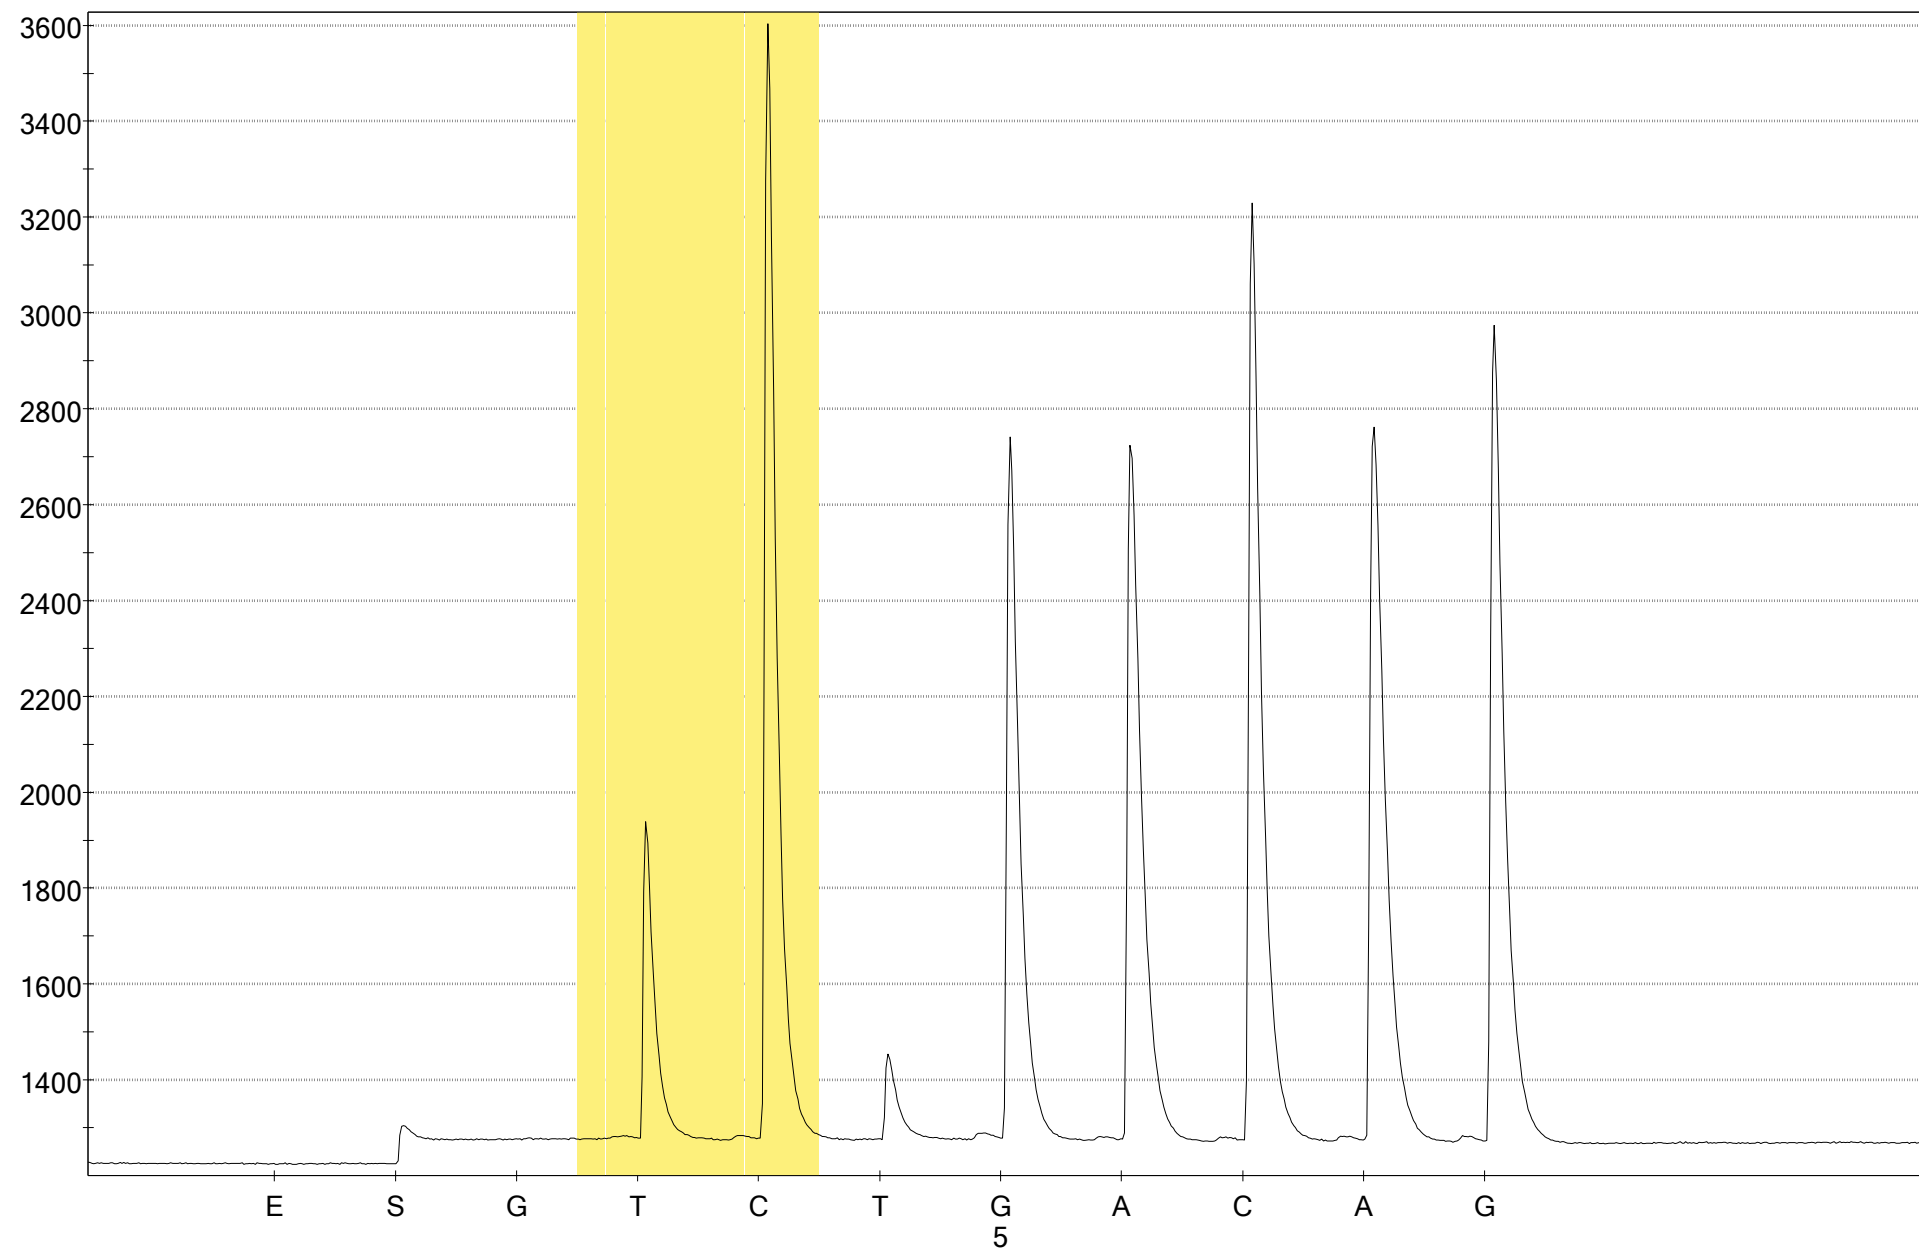

dna - Well D2  
Entry: Cald1  
1: T: 37.1% / C: 62.9%  
(Passed)

T:37.1%  
C:62.9%

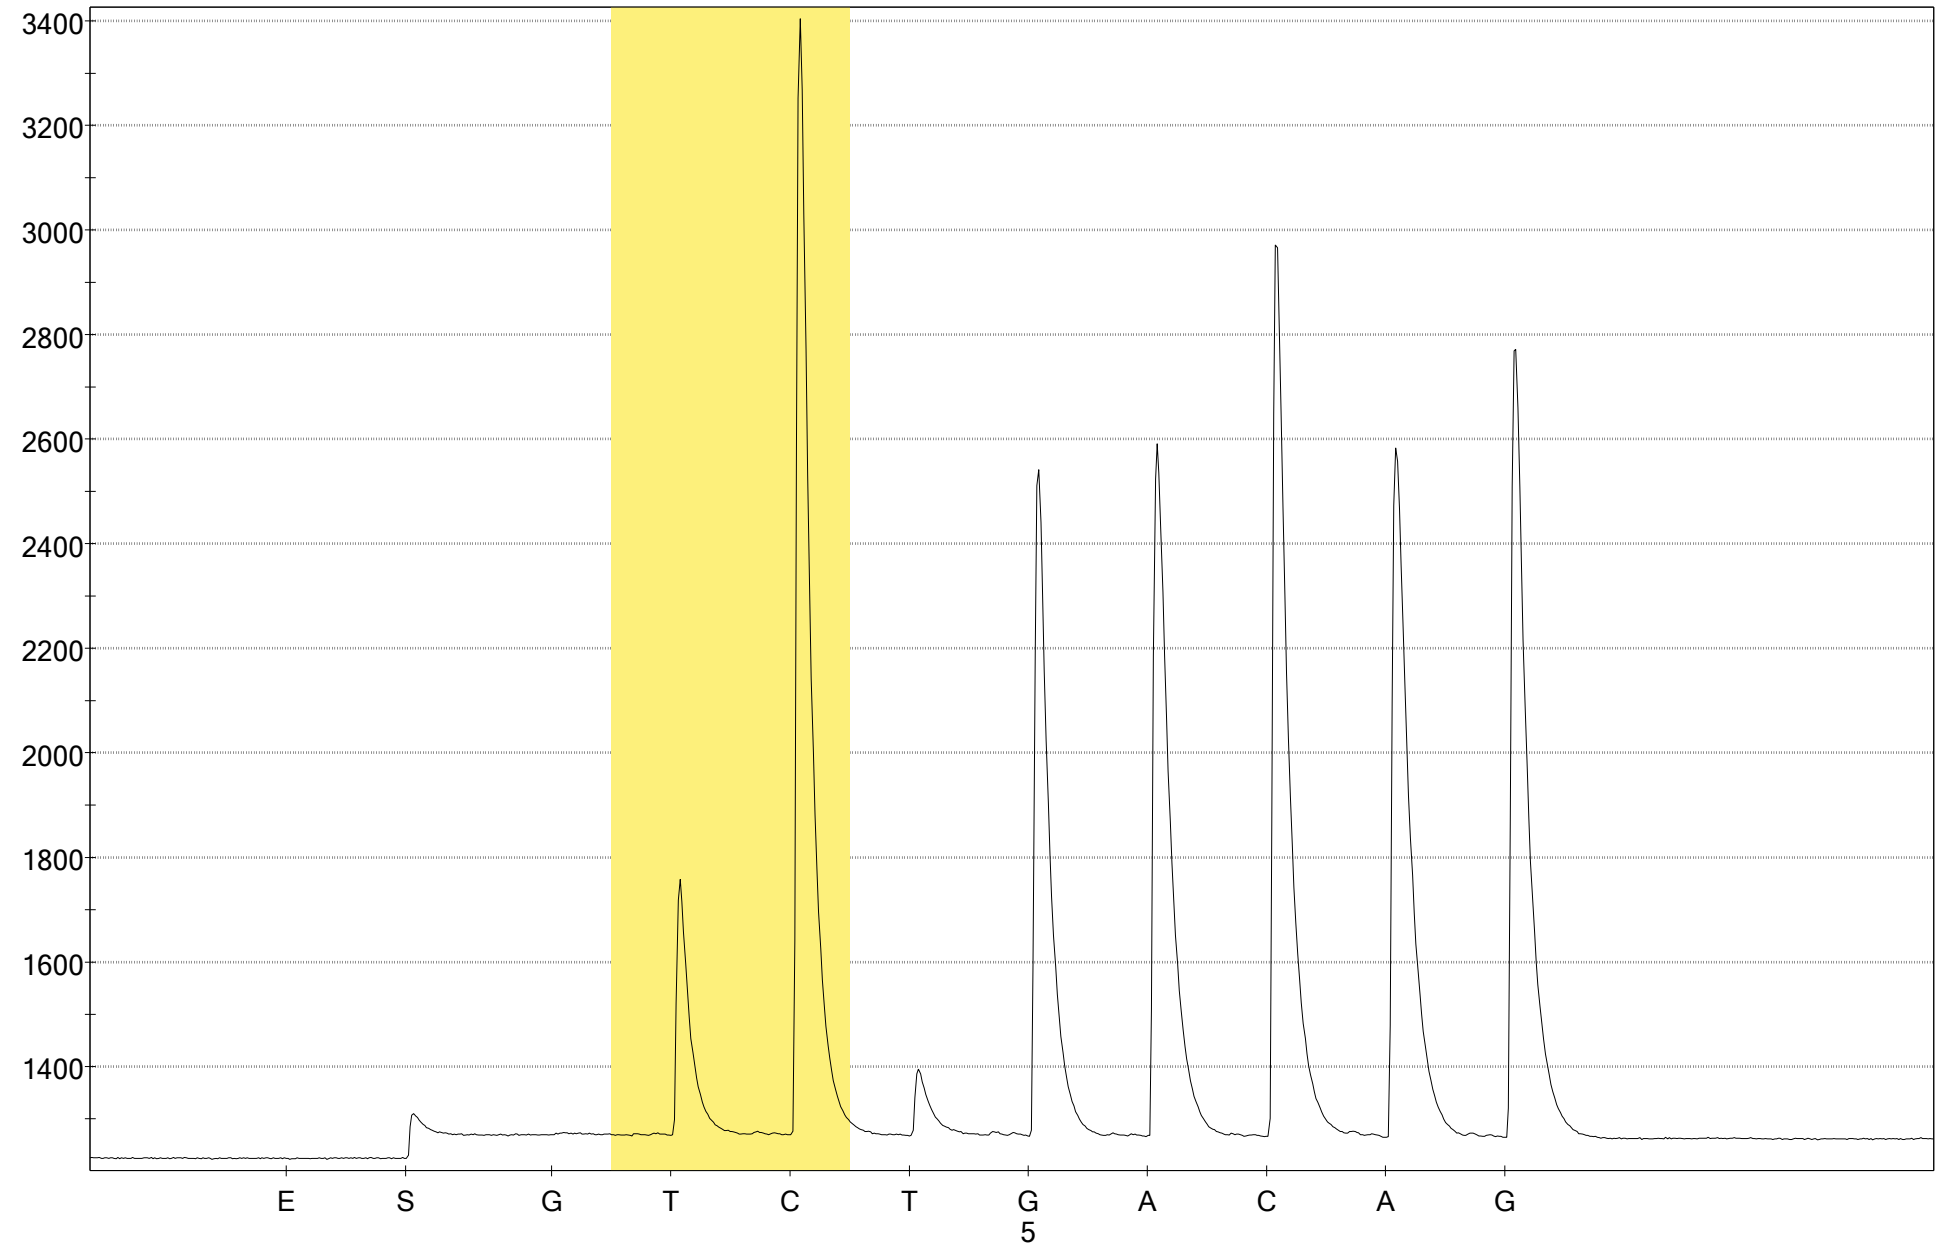

dna - Well D8  
Entry: Cald1  
1: T: 40.6% / C: 59.4%  
(Passed)

T:40.6%  
C:59.4%

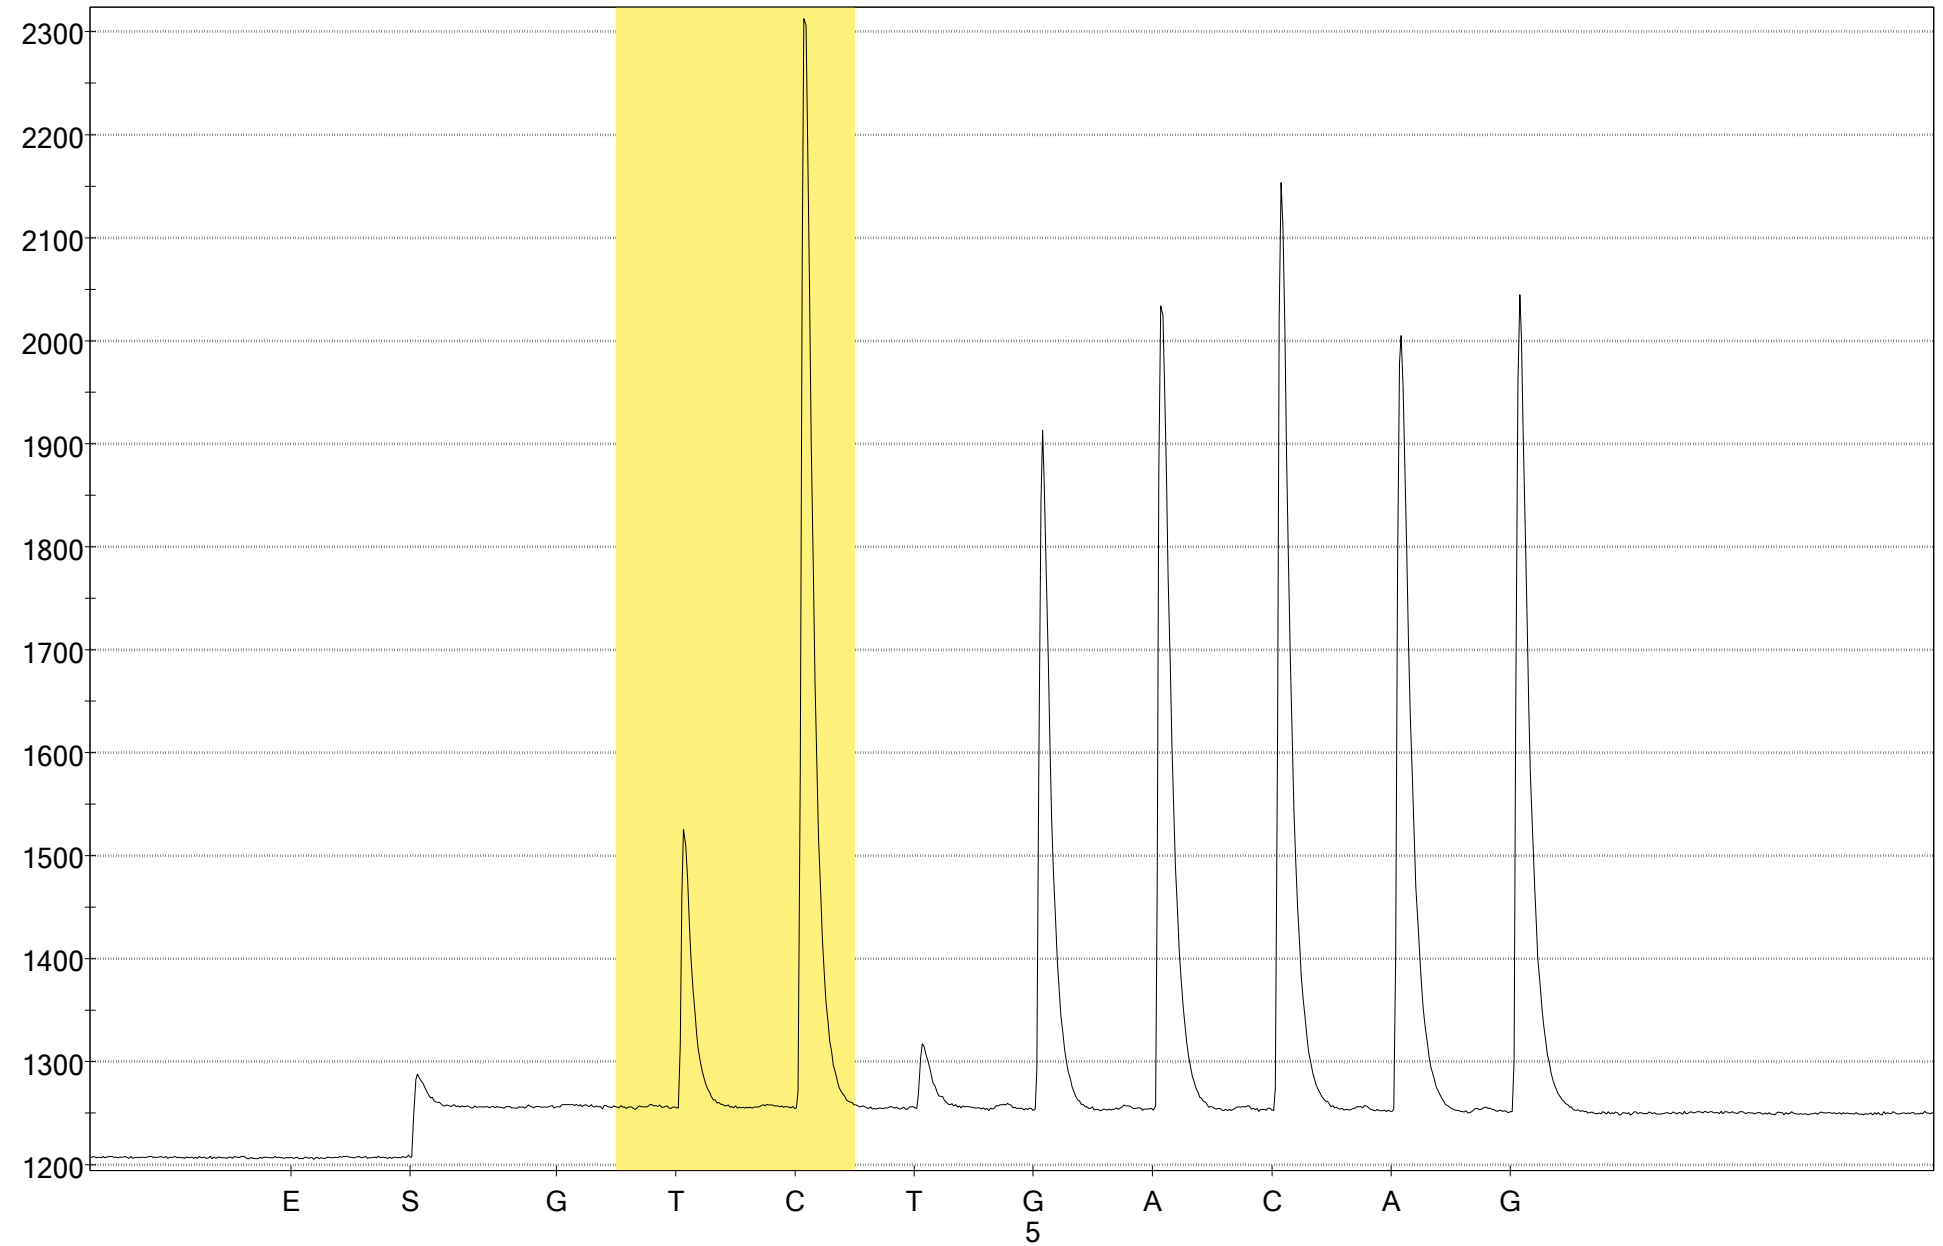

10 uL universal (141+157) - Well B3

Entry: Ddit4

4: G: 59.2% / A: 40.8%

(Passed)

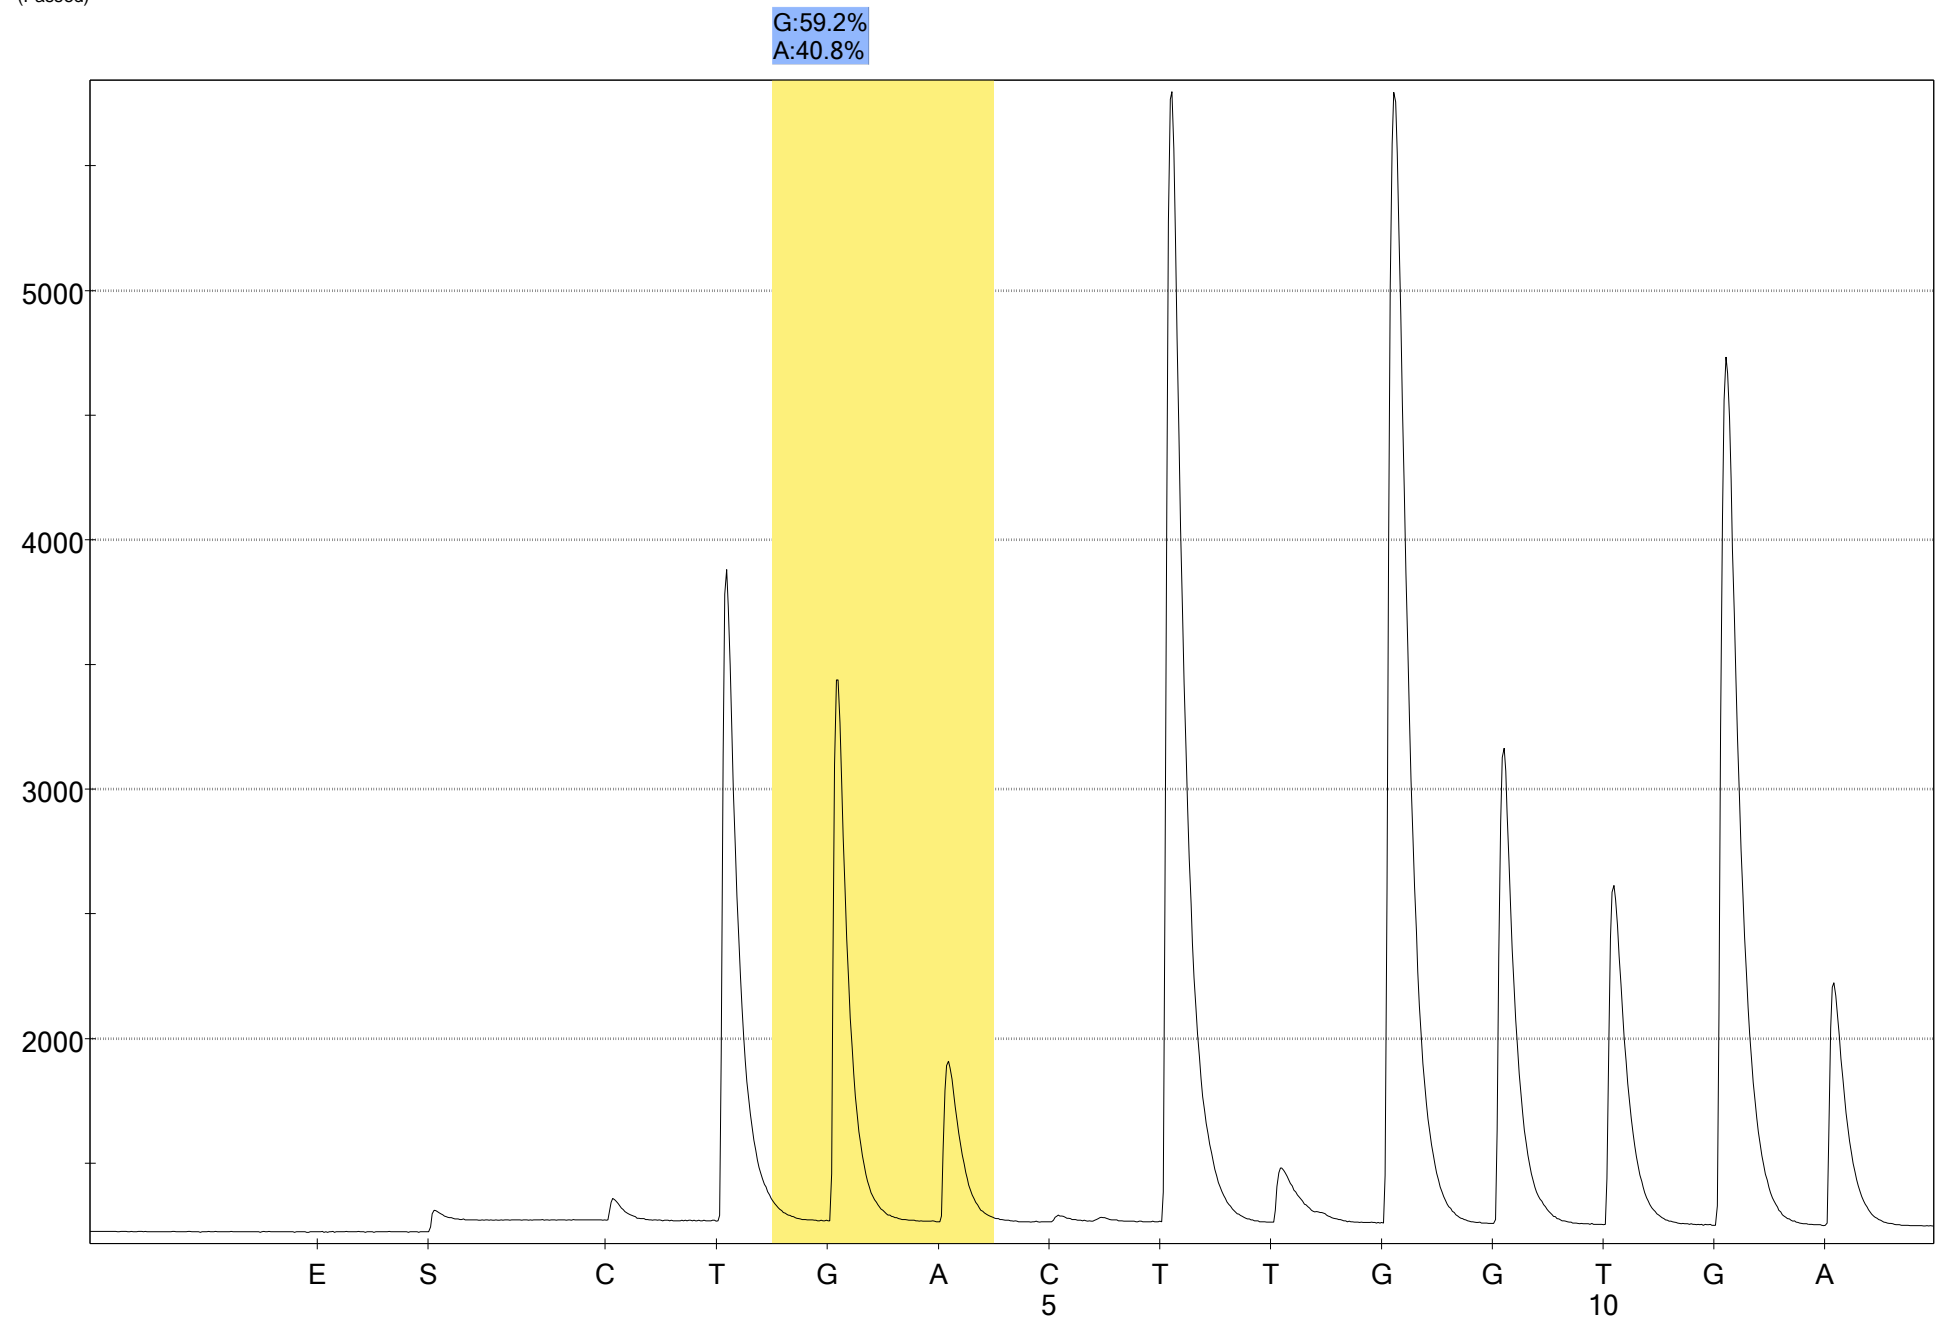

10 uL universal (141+157) - Well B9

Entry: Ddit4

4: G: 52.3% / A: 47.7%

(Passed)

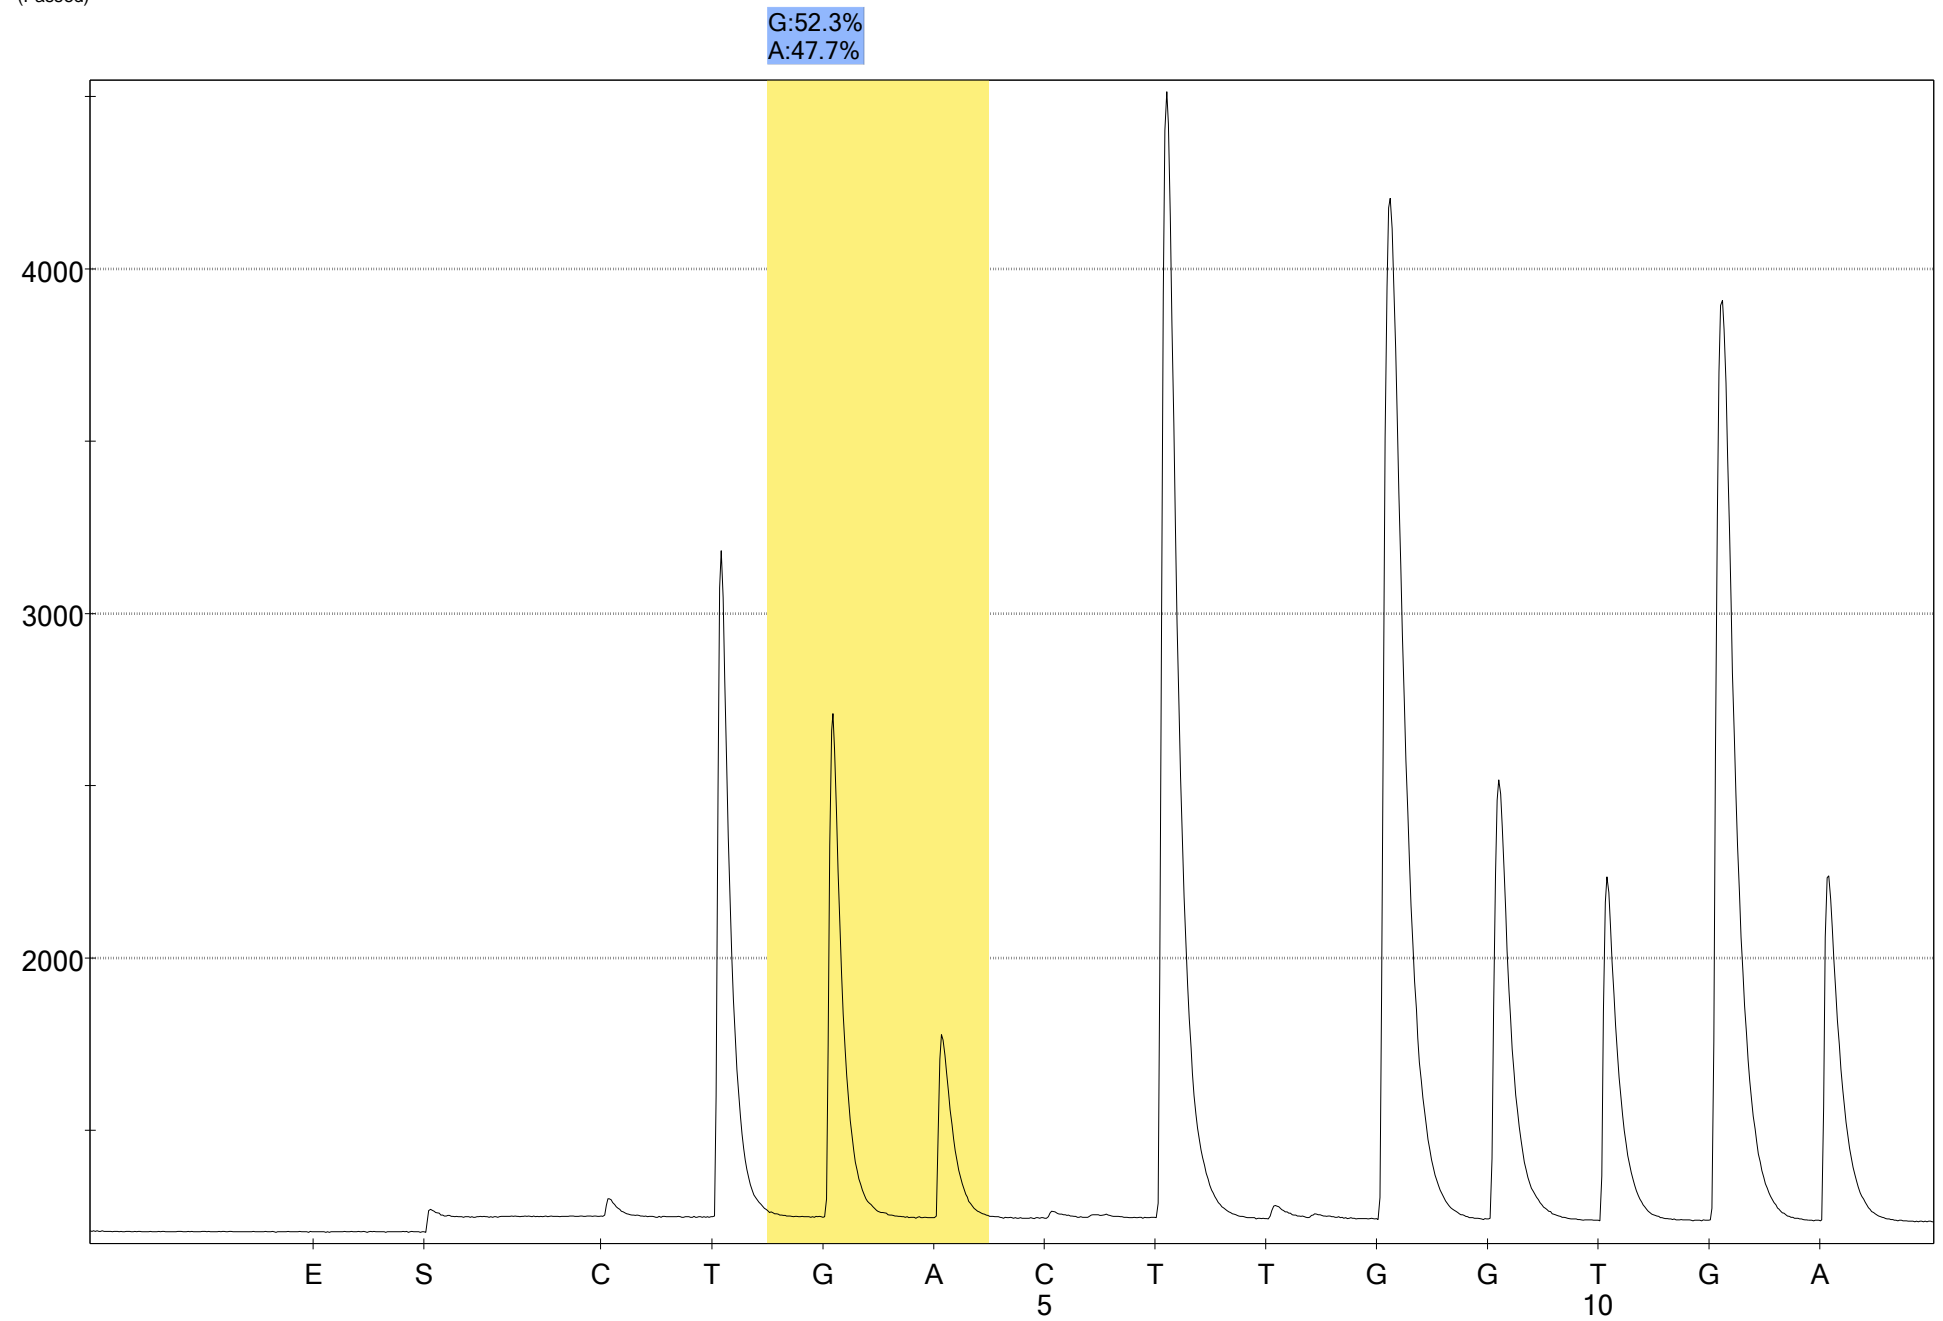

145 - Well B3  
Entry: Ddit4  
4: G: 59.7% / A: 40.3%  
(Passed)

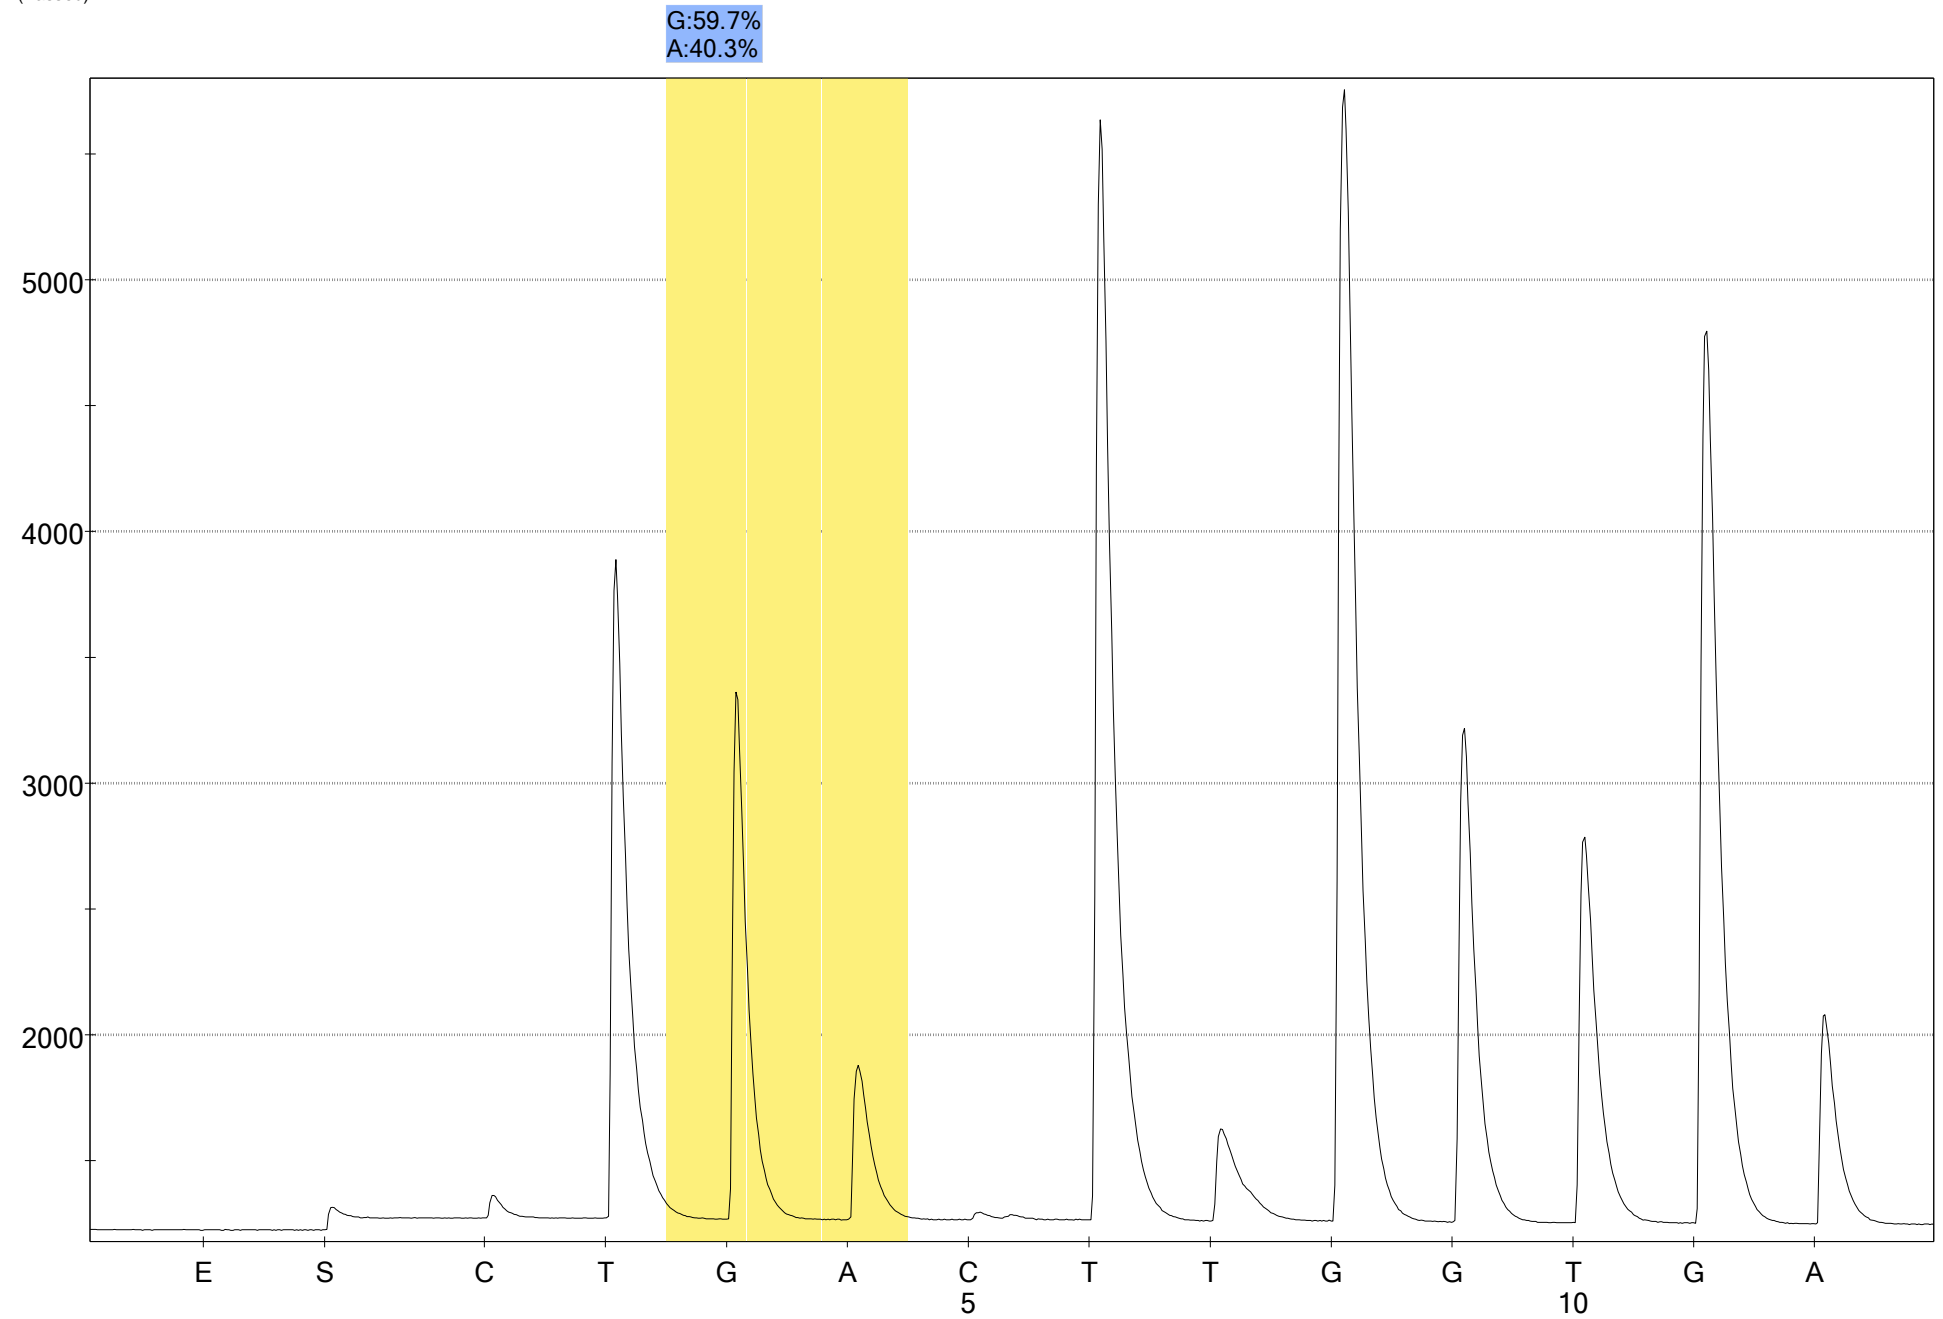

dna - Well B3  
Entry: Ddit4  
4: G: 46.7% / A: 53.3%  
(Passed)

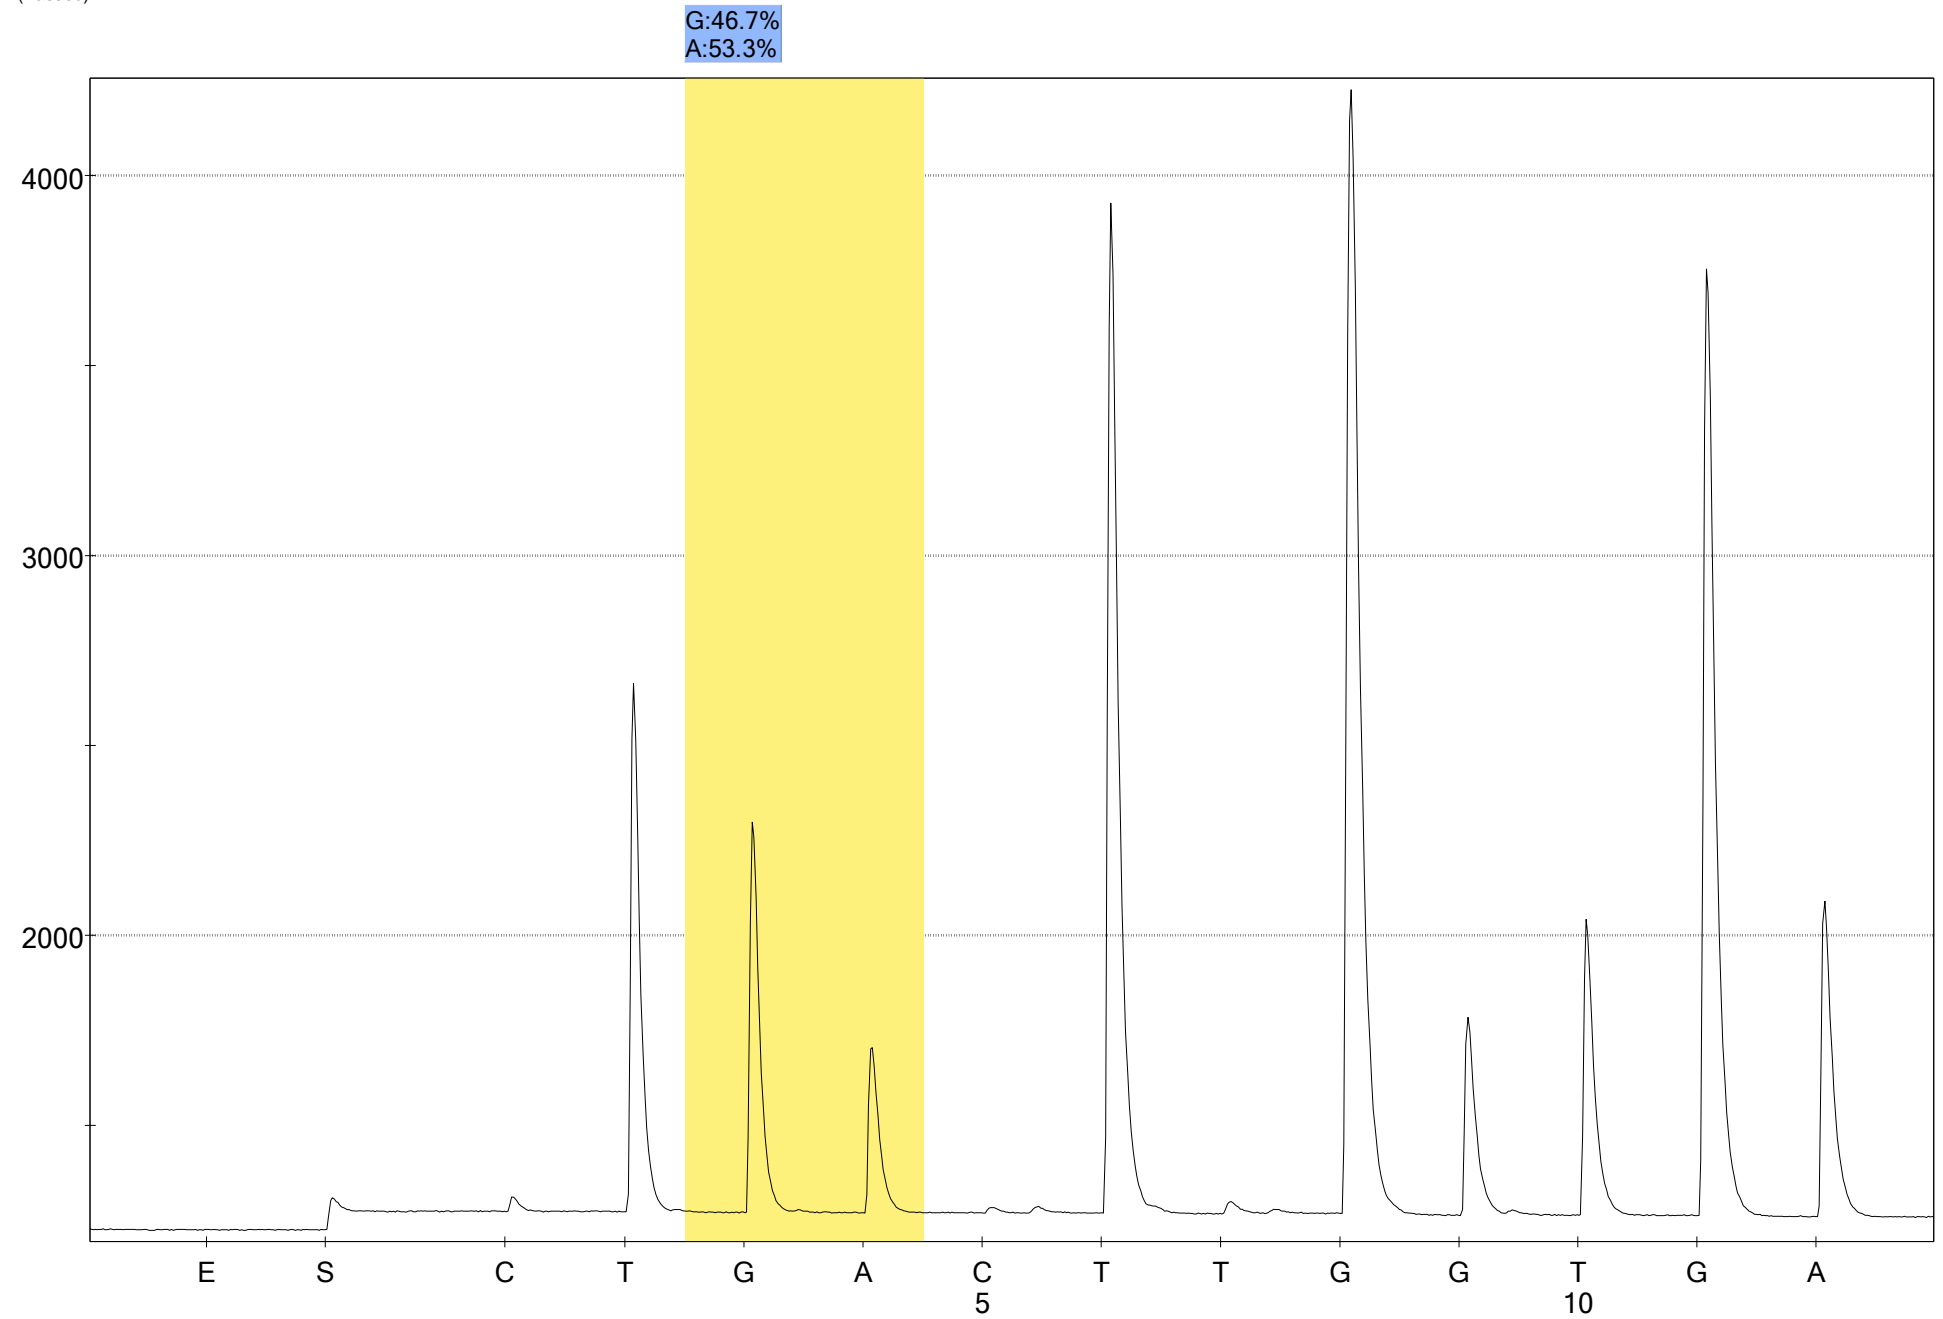

dna - Well B9  
Entry: Ddit4  
4: G: 40.5% / A: 59.5%  
(Passed)

G:40.5%  
A:59.5%

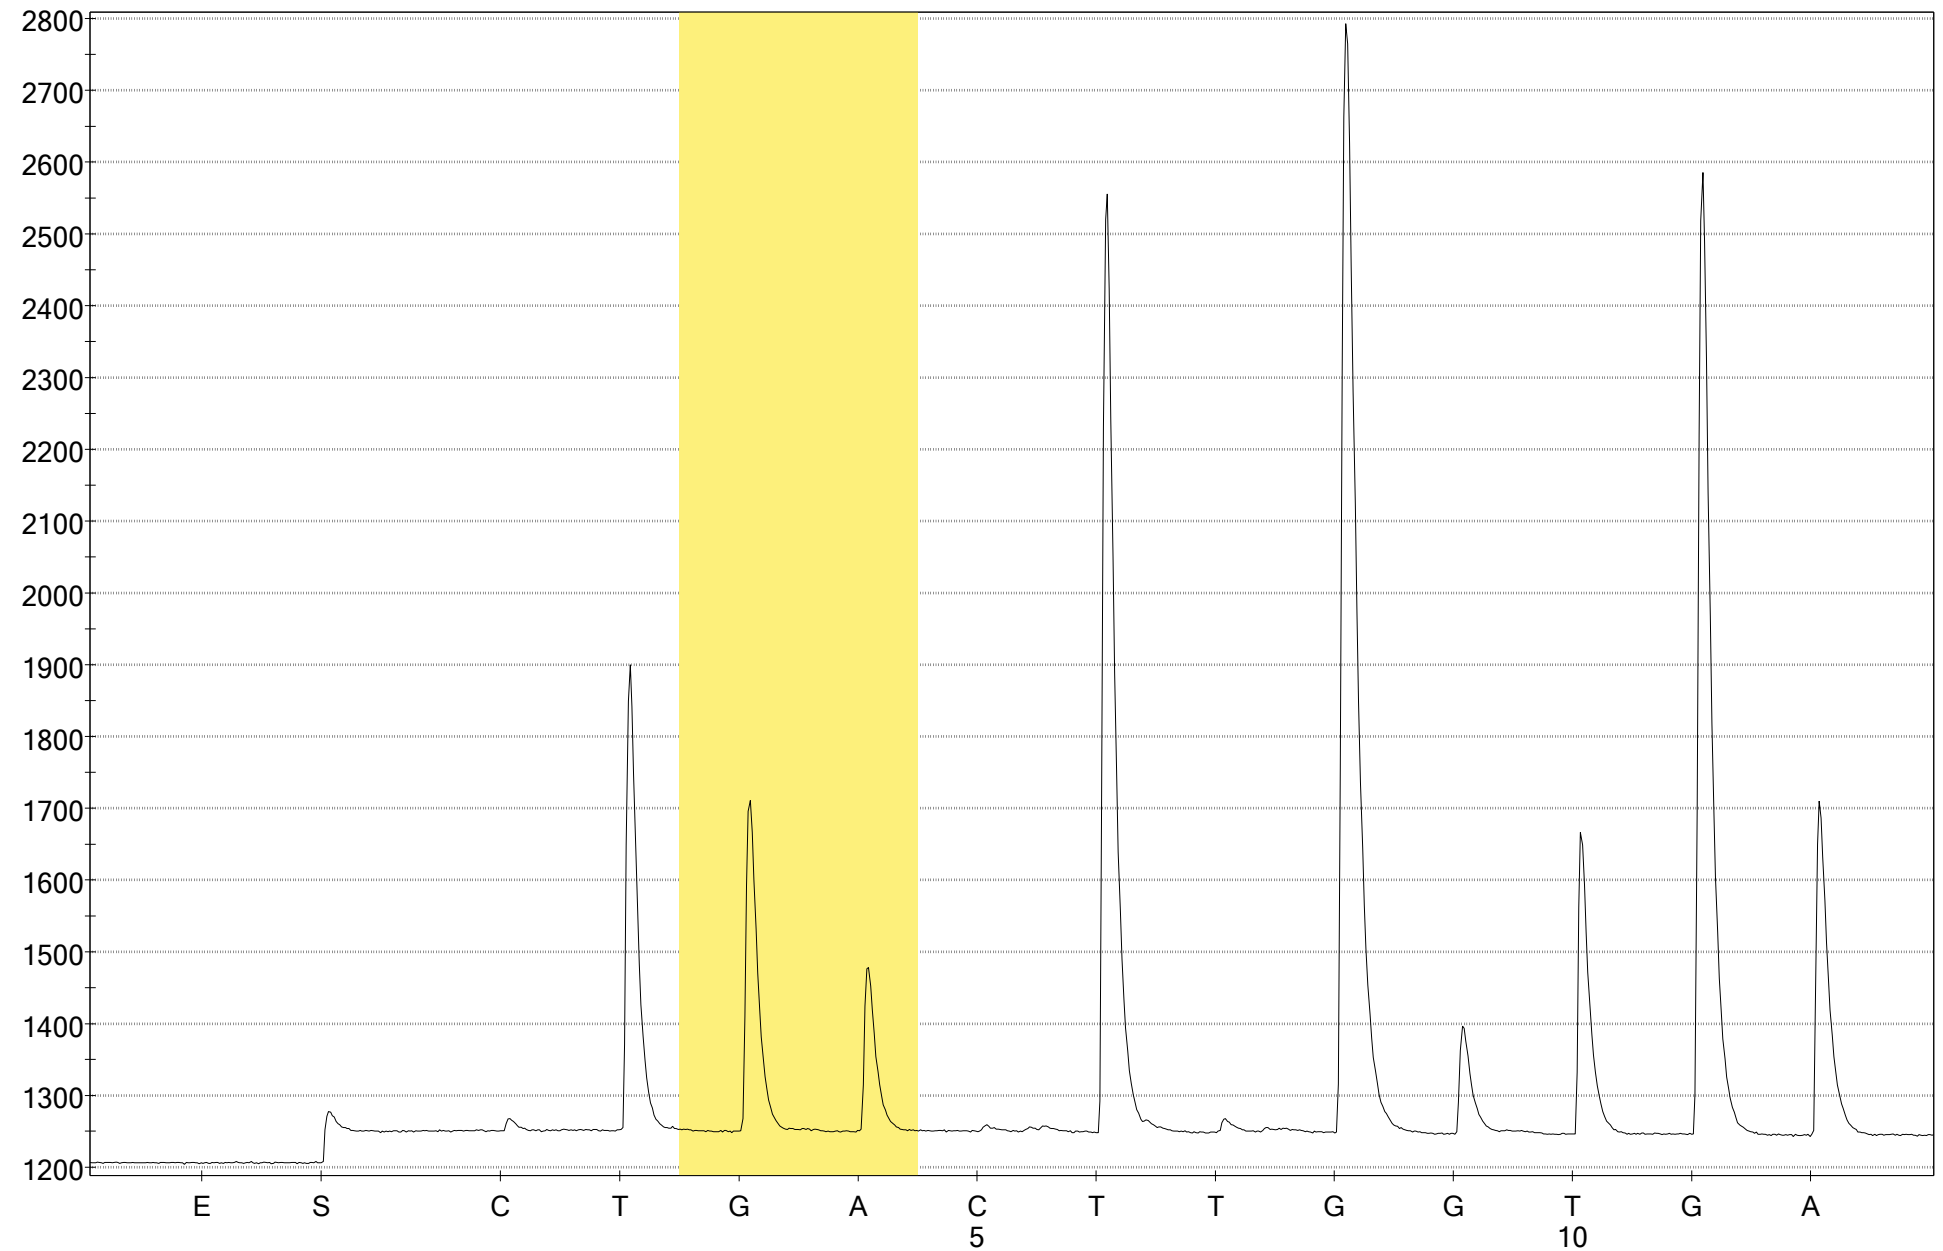

10 uL universal (141+157) - Well D3

Entry: Dvl3

1: T: 65.7% / C: 34.3%

(Passed)

T:65.7%  
C:34.3%

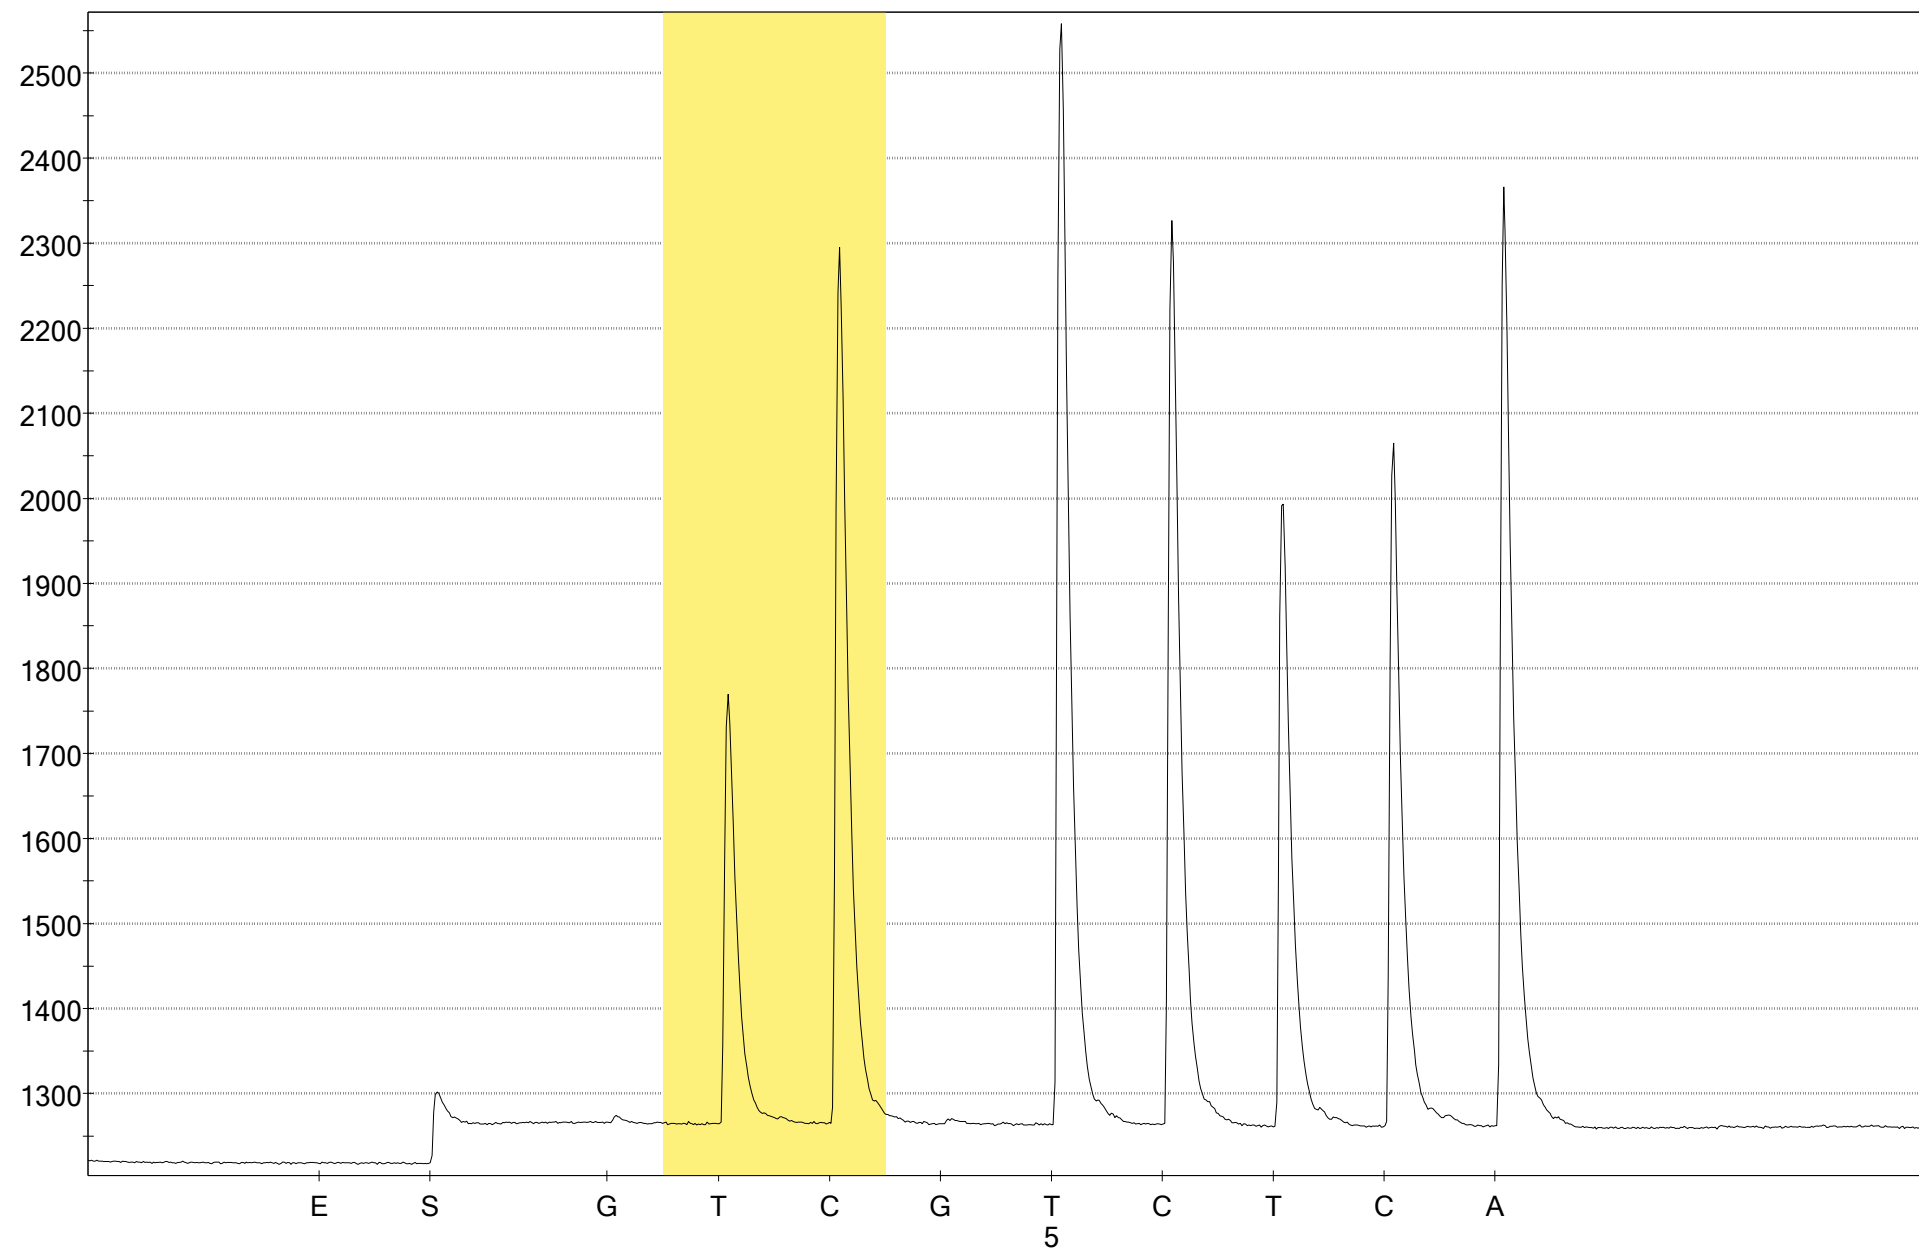

10 uL universal (141+157) - Well D9

Entry: Dvl3

1: T: 64.1% / C: 35.9%

(Passed)

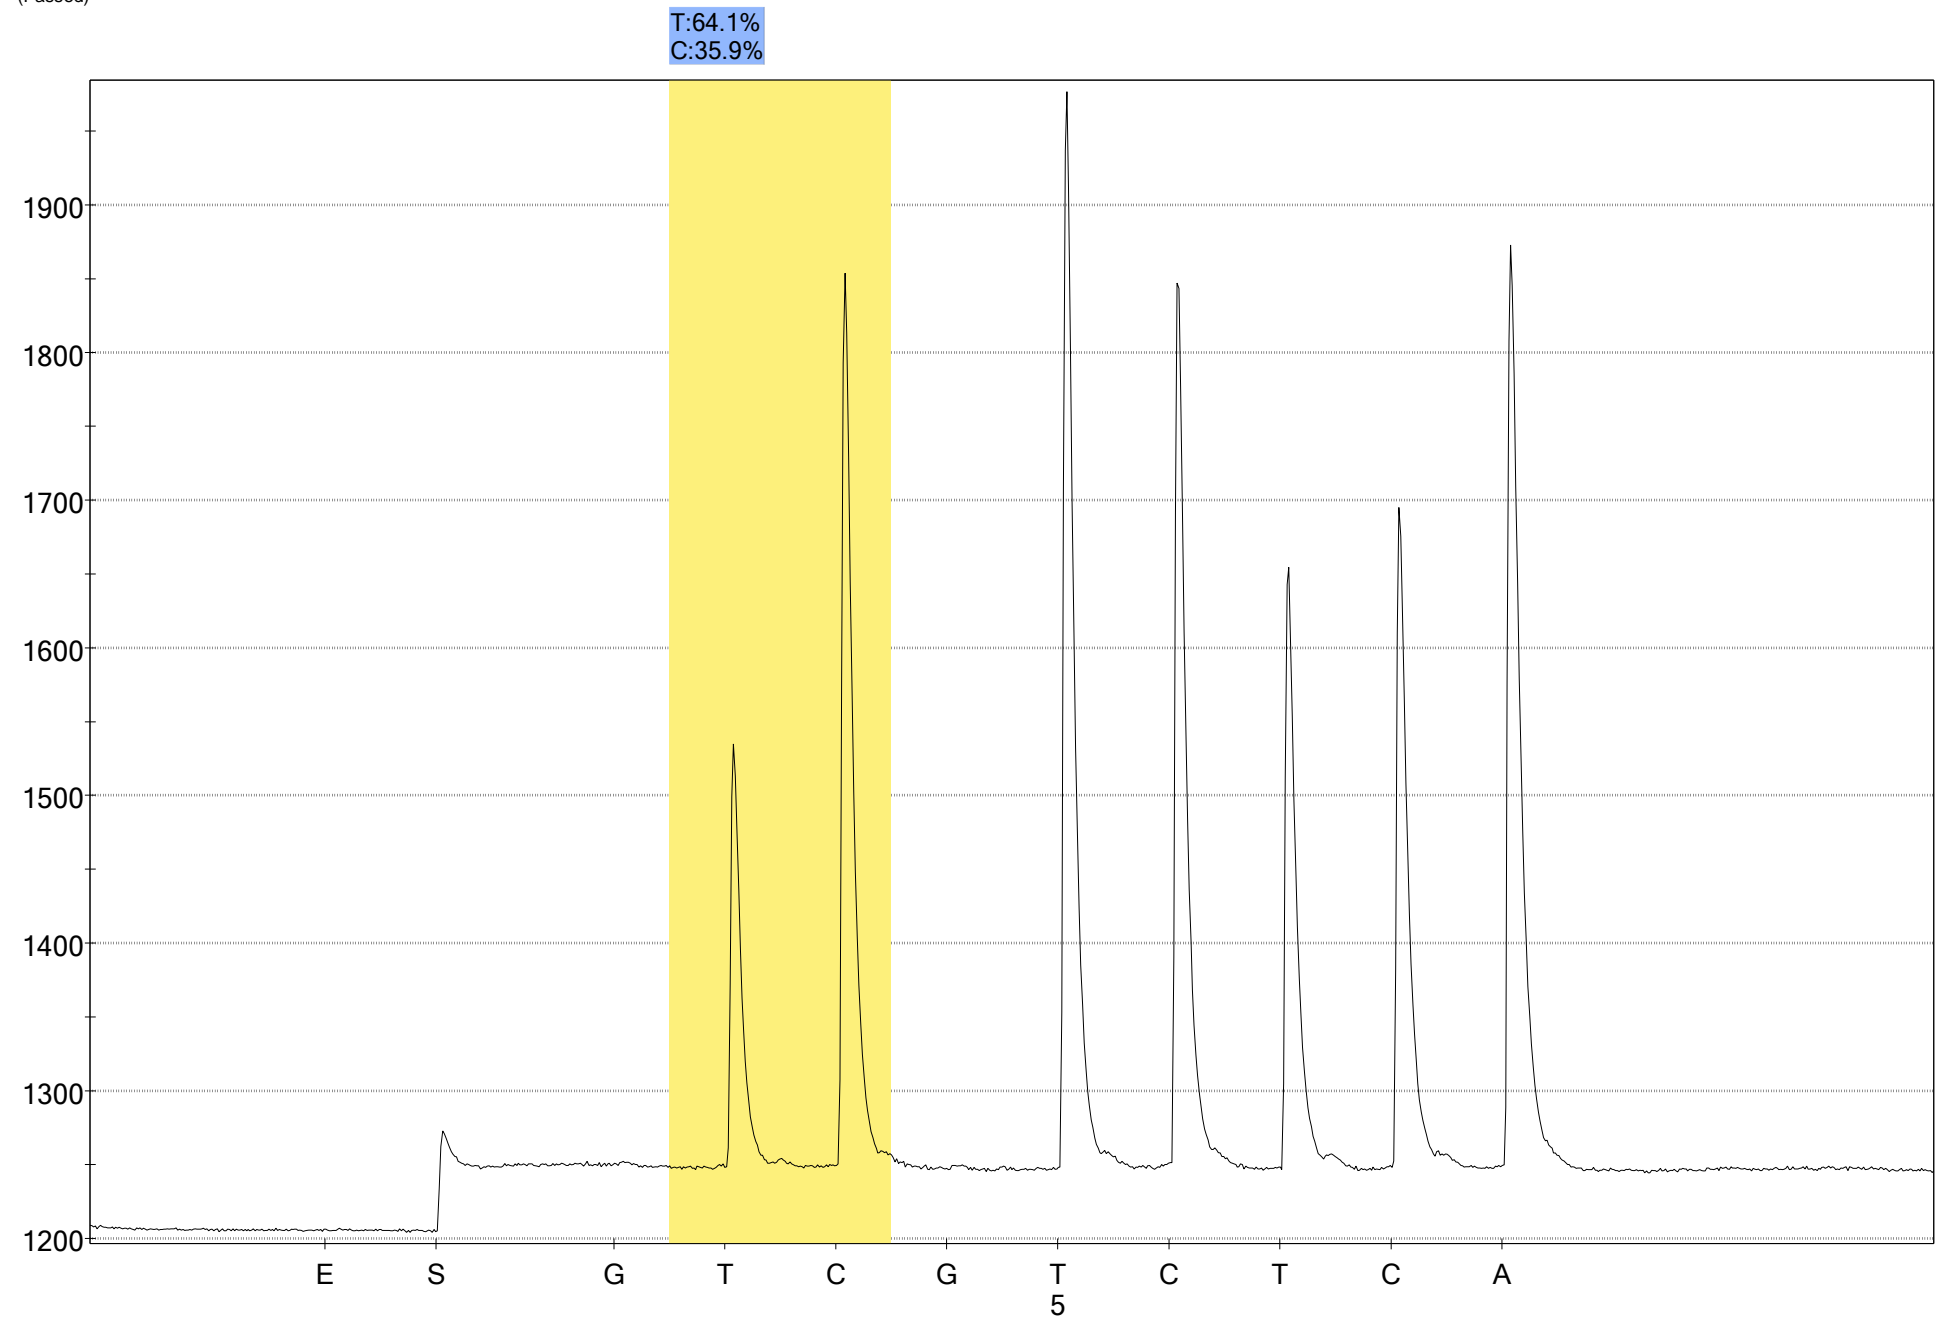

145 - Well D3  
Entry: Dvl3  
1: T: 75.8% / C: 24.2%  
(Passed)

T: 75.8%  
C: 24.2%

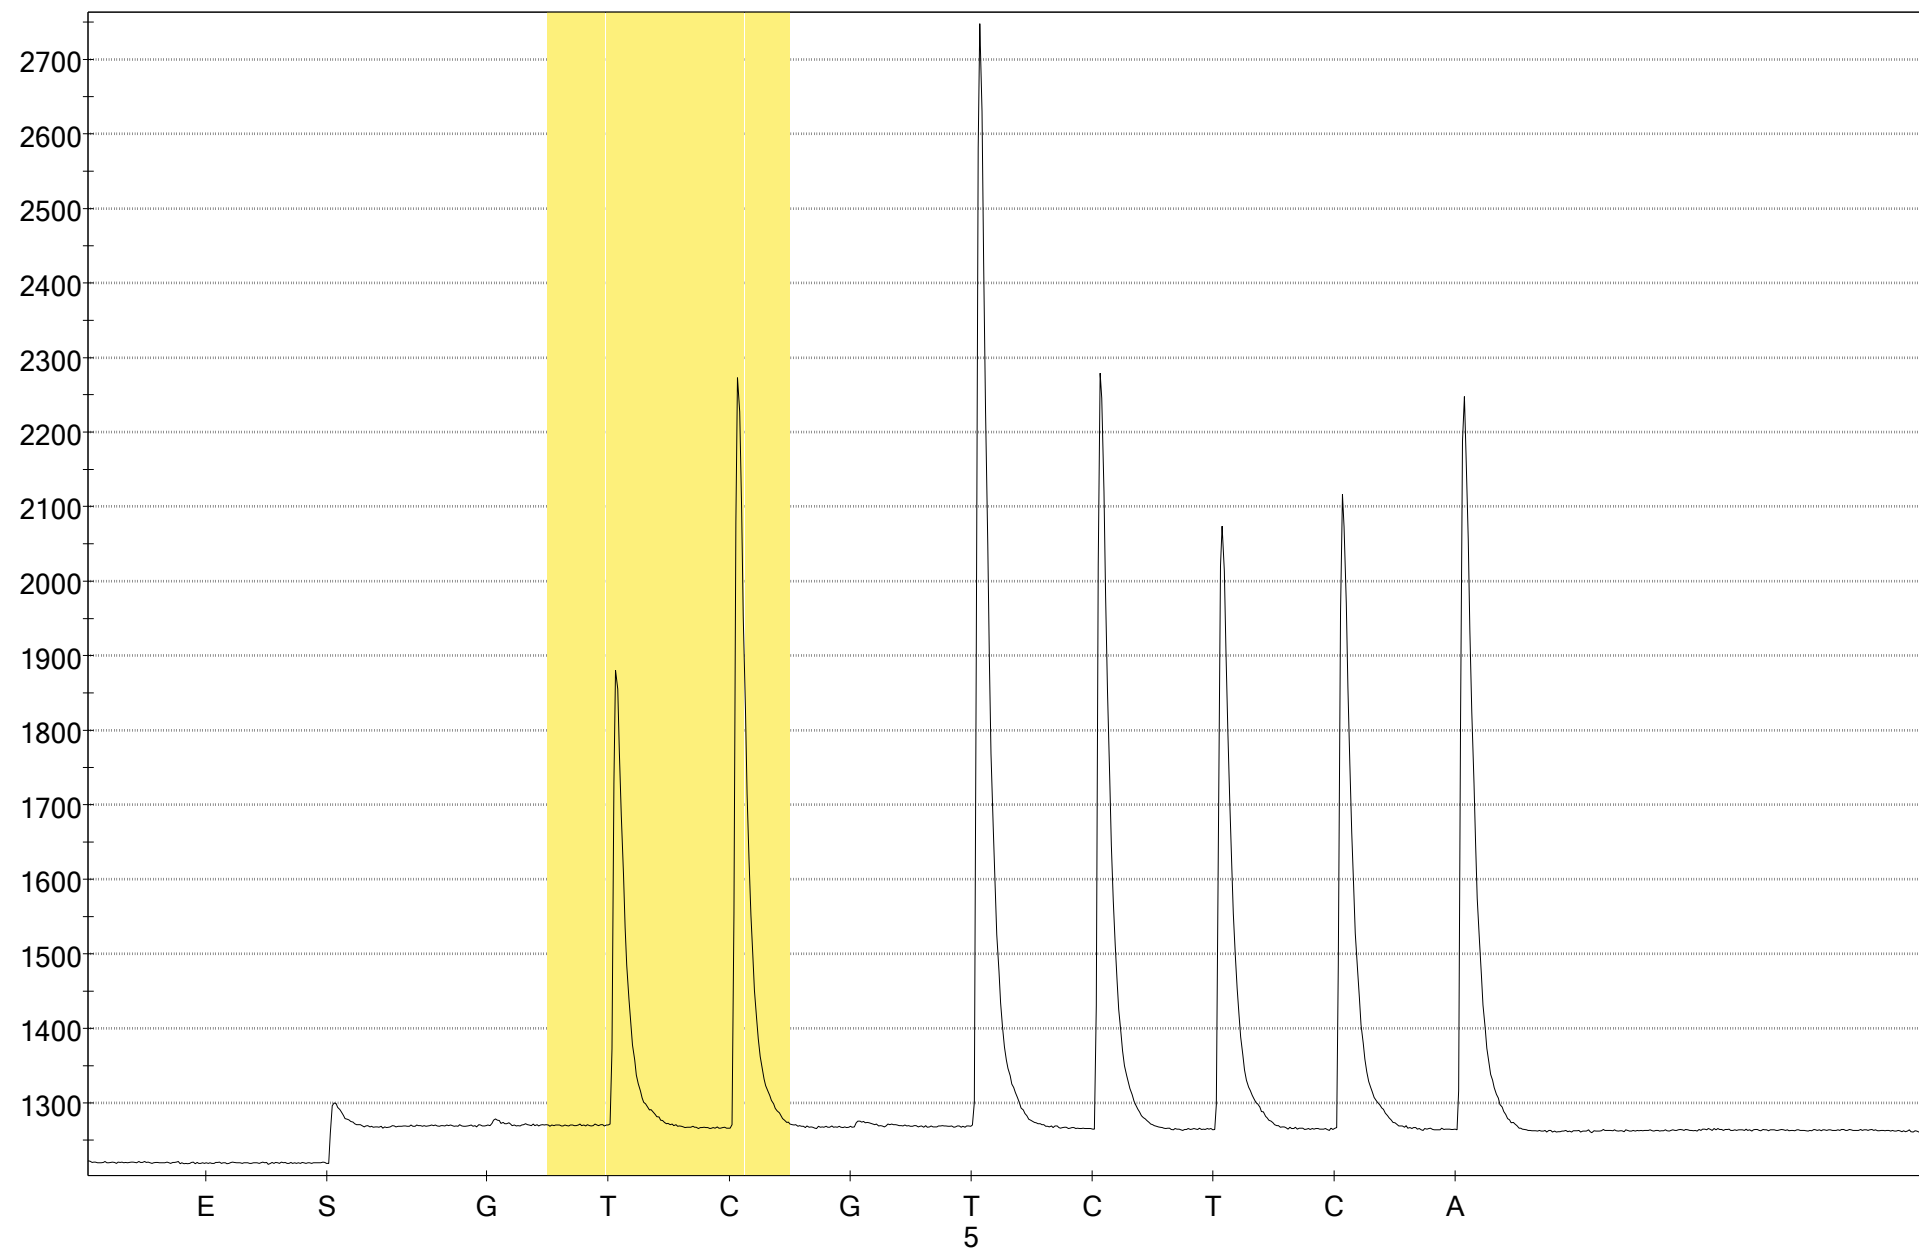

dna - Well D3  
Entry: Dvl3  
1: T: 62.5% / C: 37.5%  
(Passed)

T:62.5%  
C:37.5%

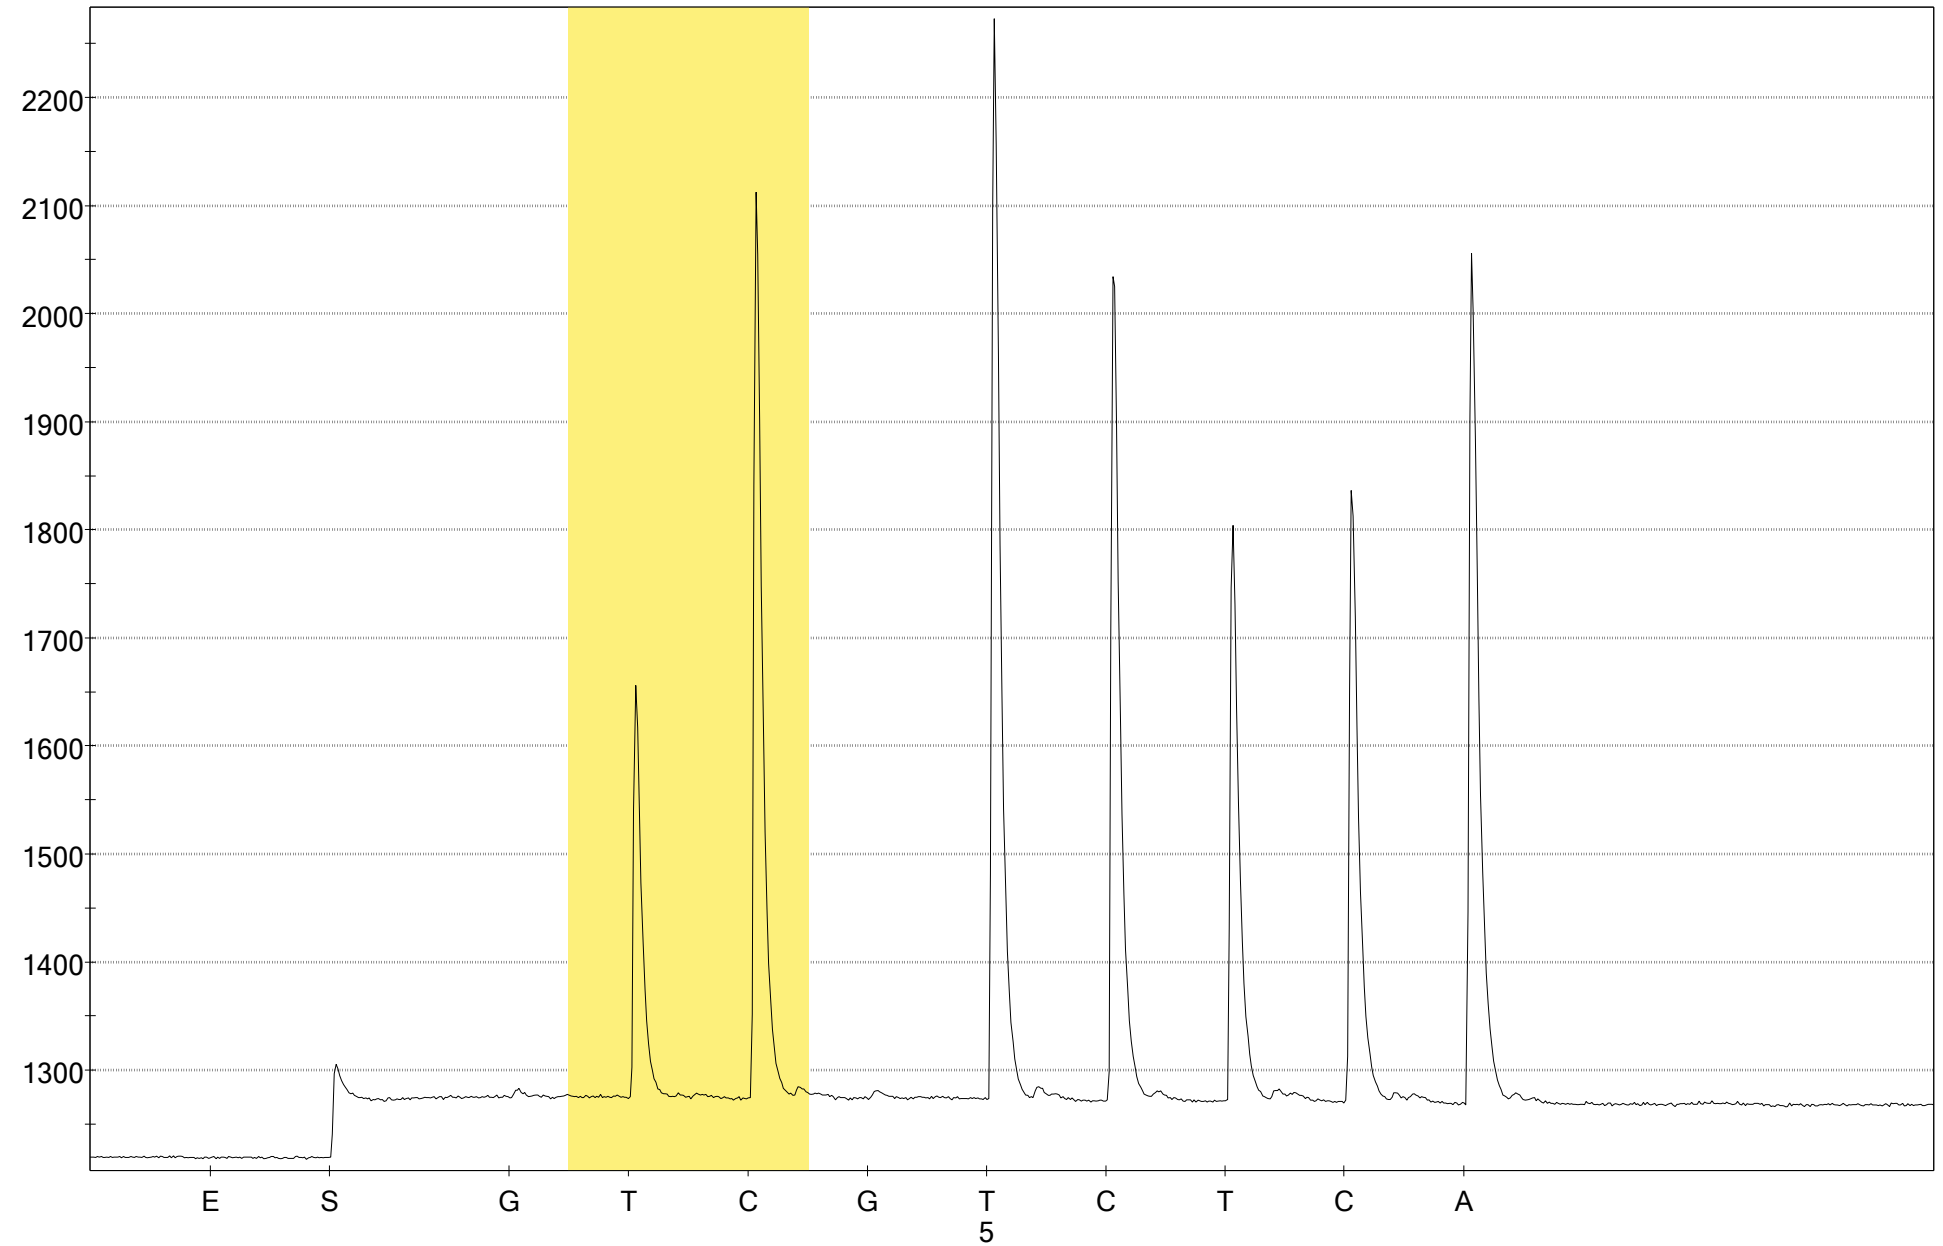

dna - Well D9  
Entry: Dvl3  
1: T: 64.7% / C: 35.3%  
(Passed)

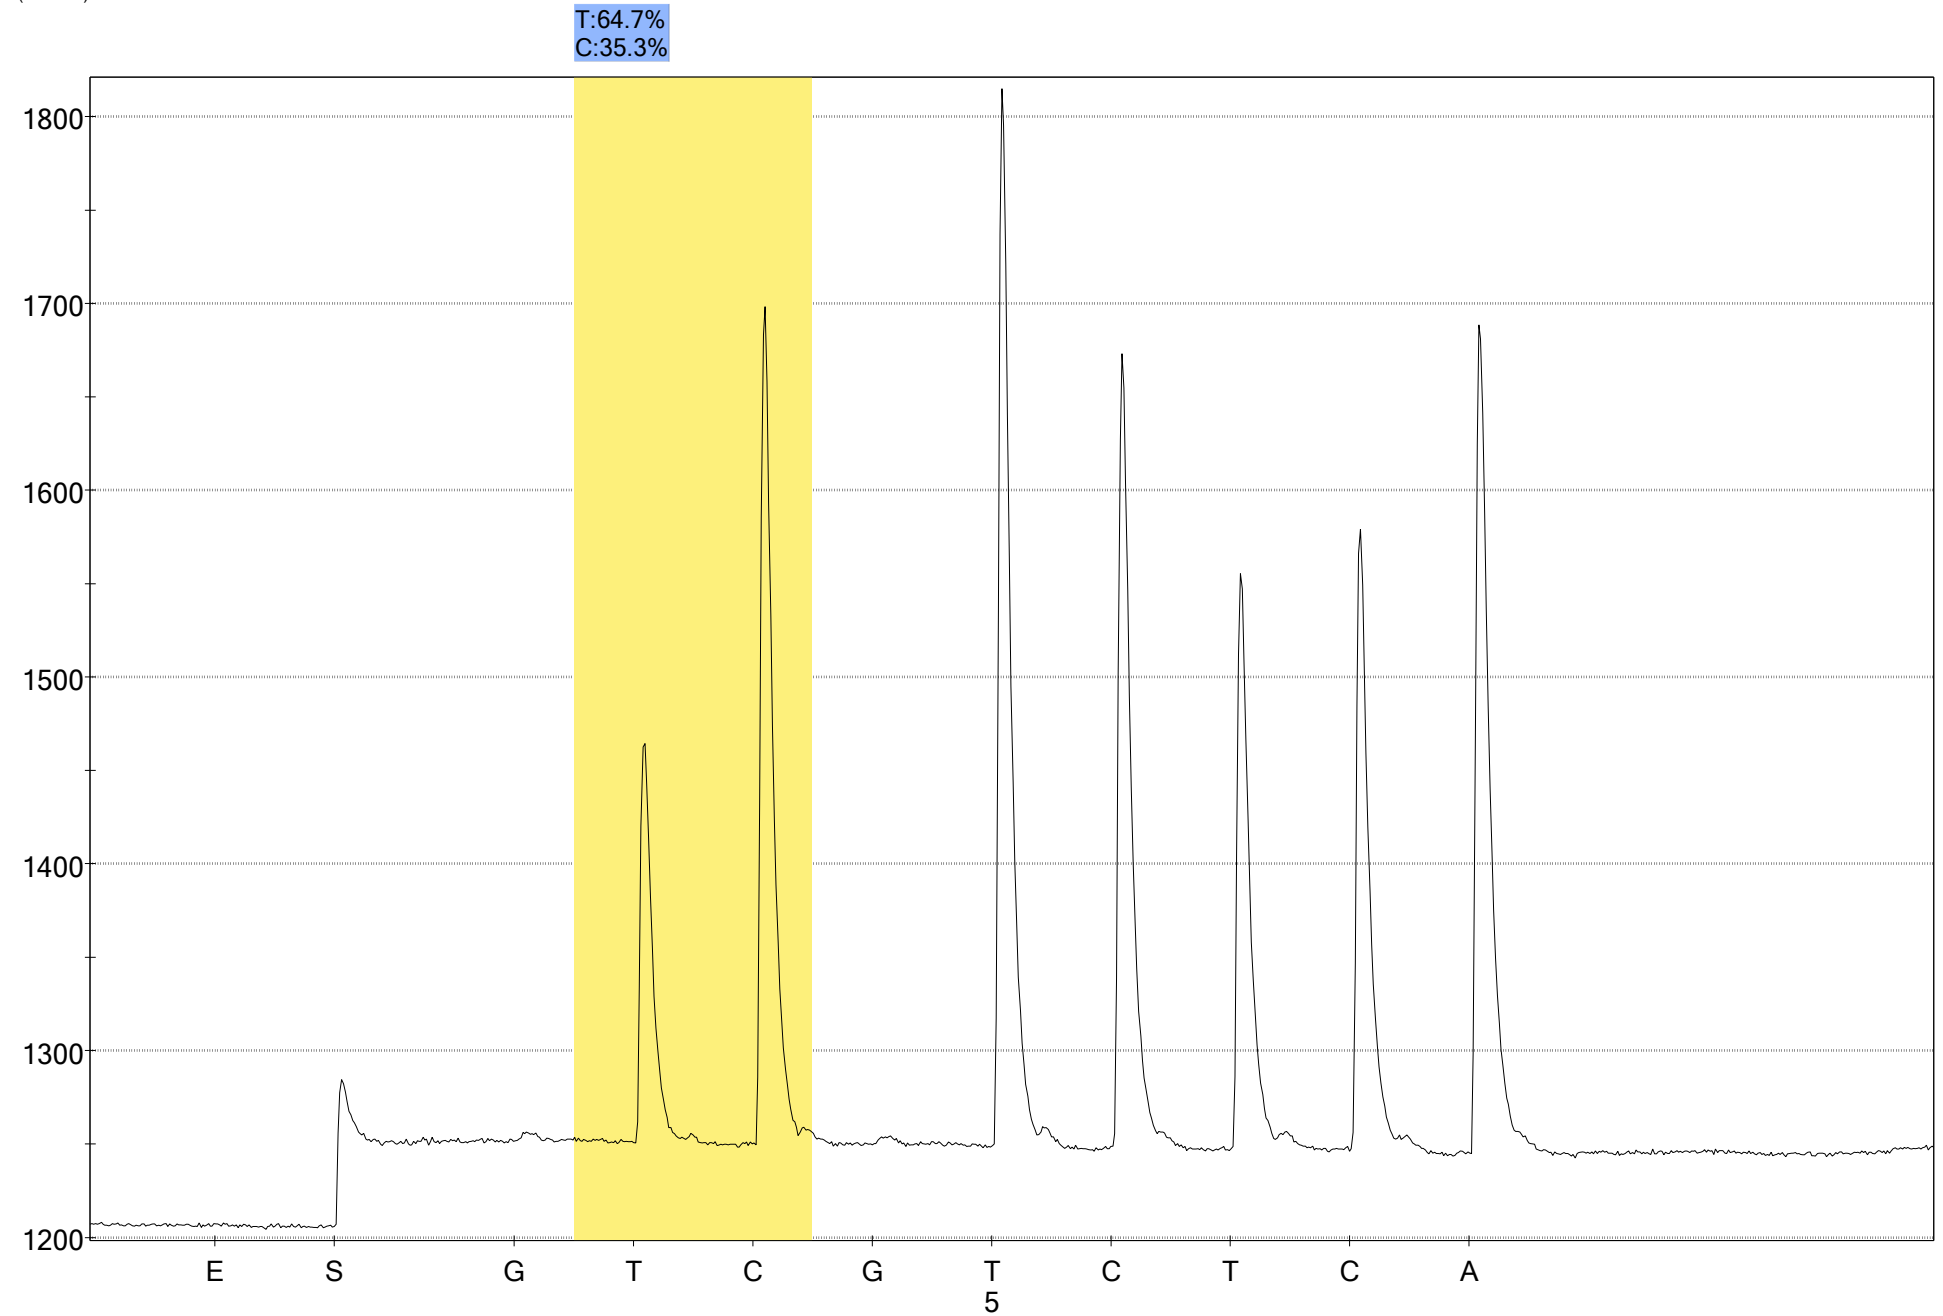

10 uL universal (141+157) - Well B4

Entry: Ina

1: C: 63.8% / T: 36.2%

(Passed)

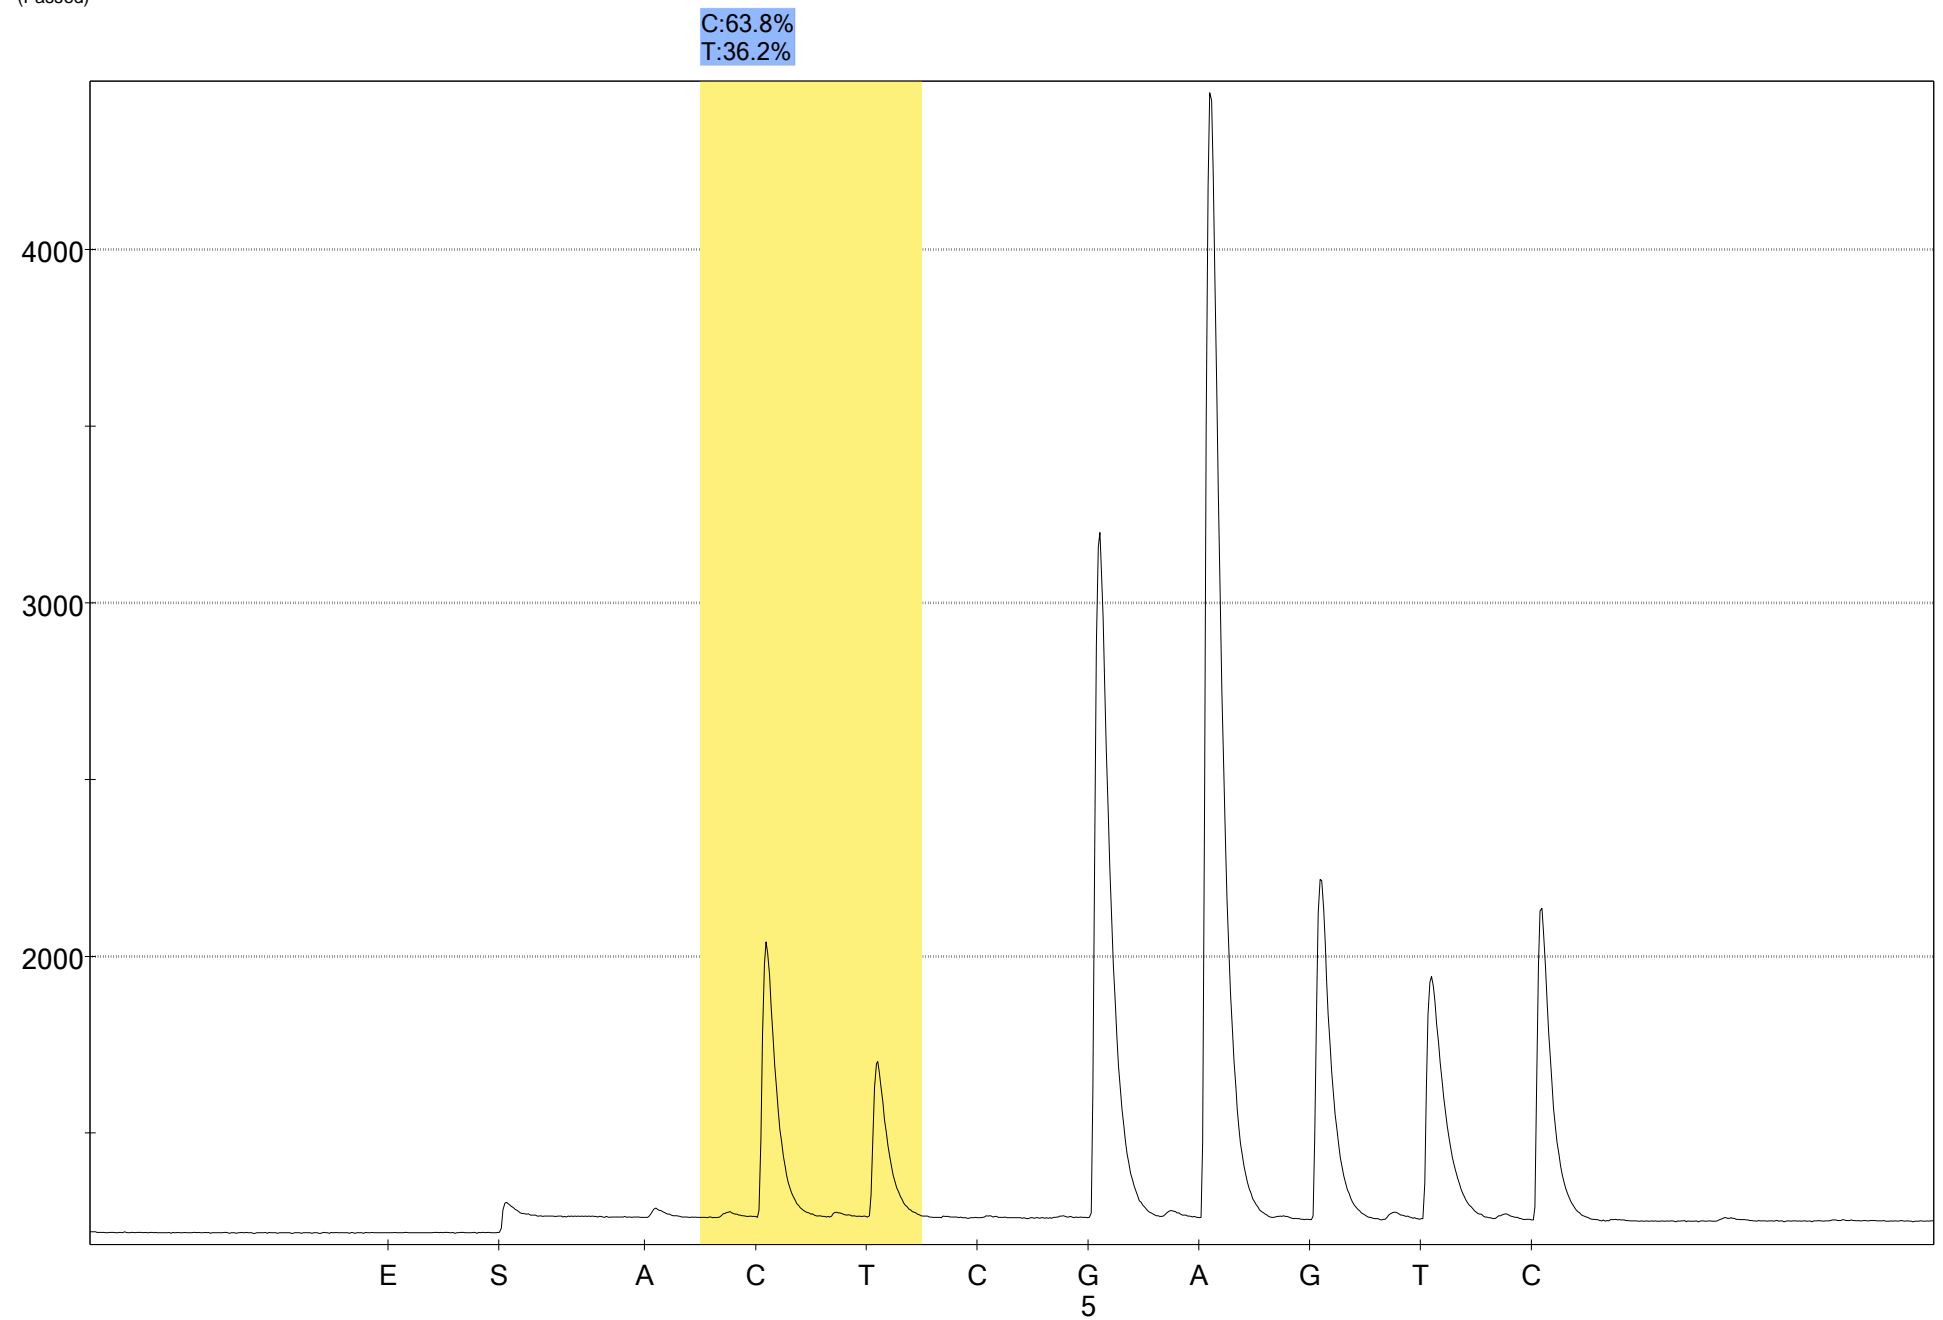

10 uL universal (141+157) - Well B10

Entry: Ina

1: C: 60.6% / T: 39.4%

(Passed)

C:60.6%  
T:39.4%

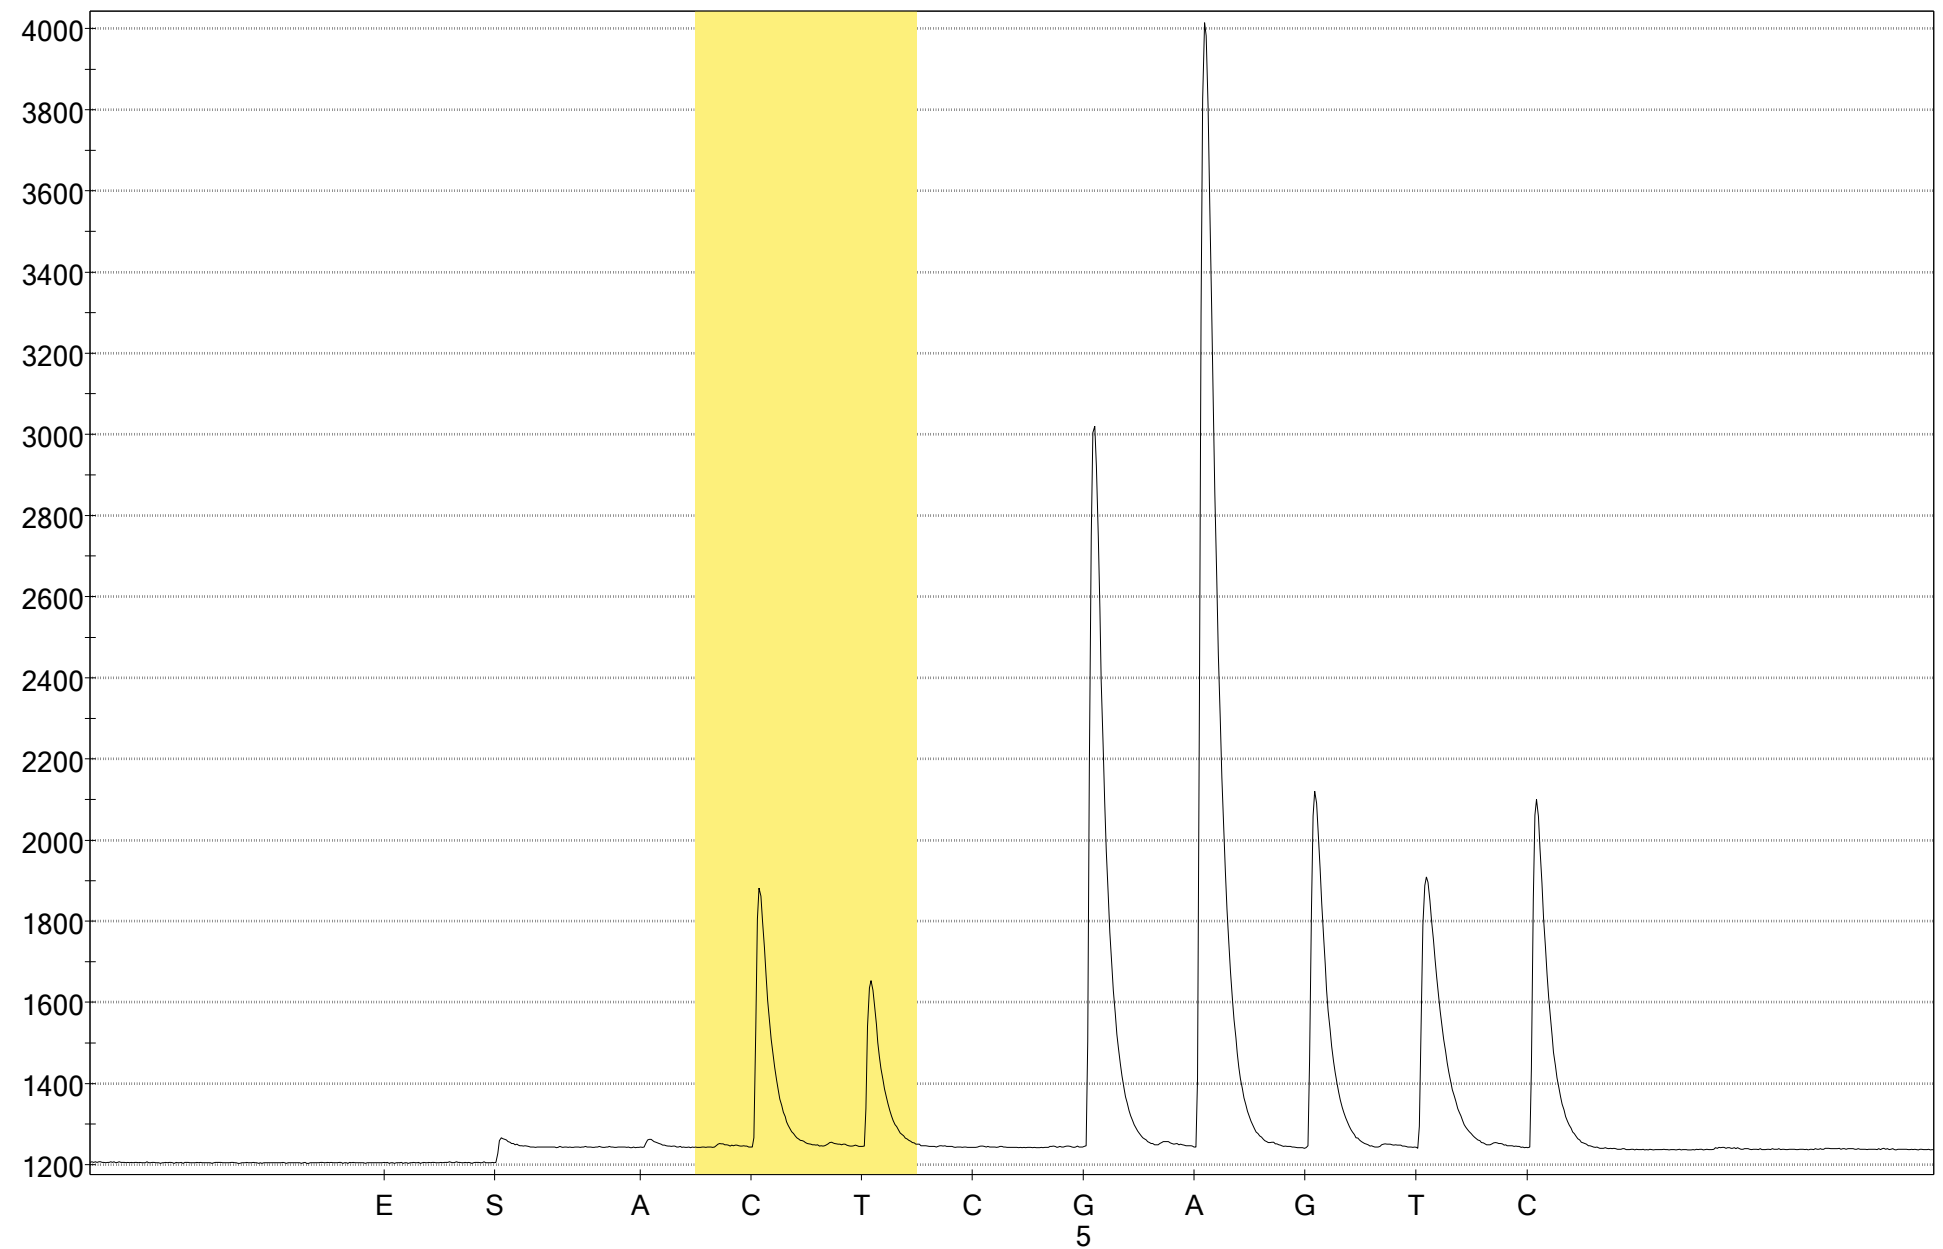

145 - Well B4  
Entry: Ina  
1: C: 64.6% / T: 35.4%  
(Passed)

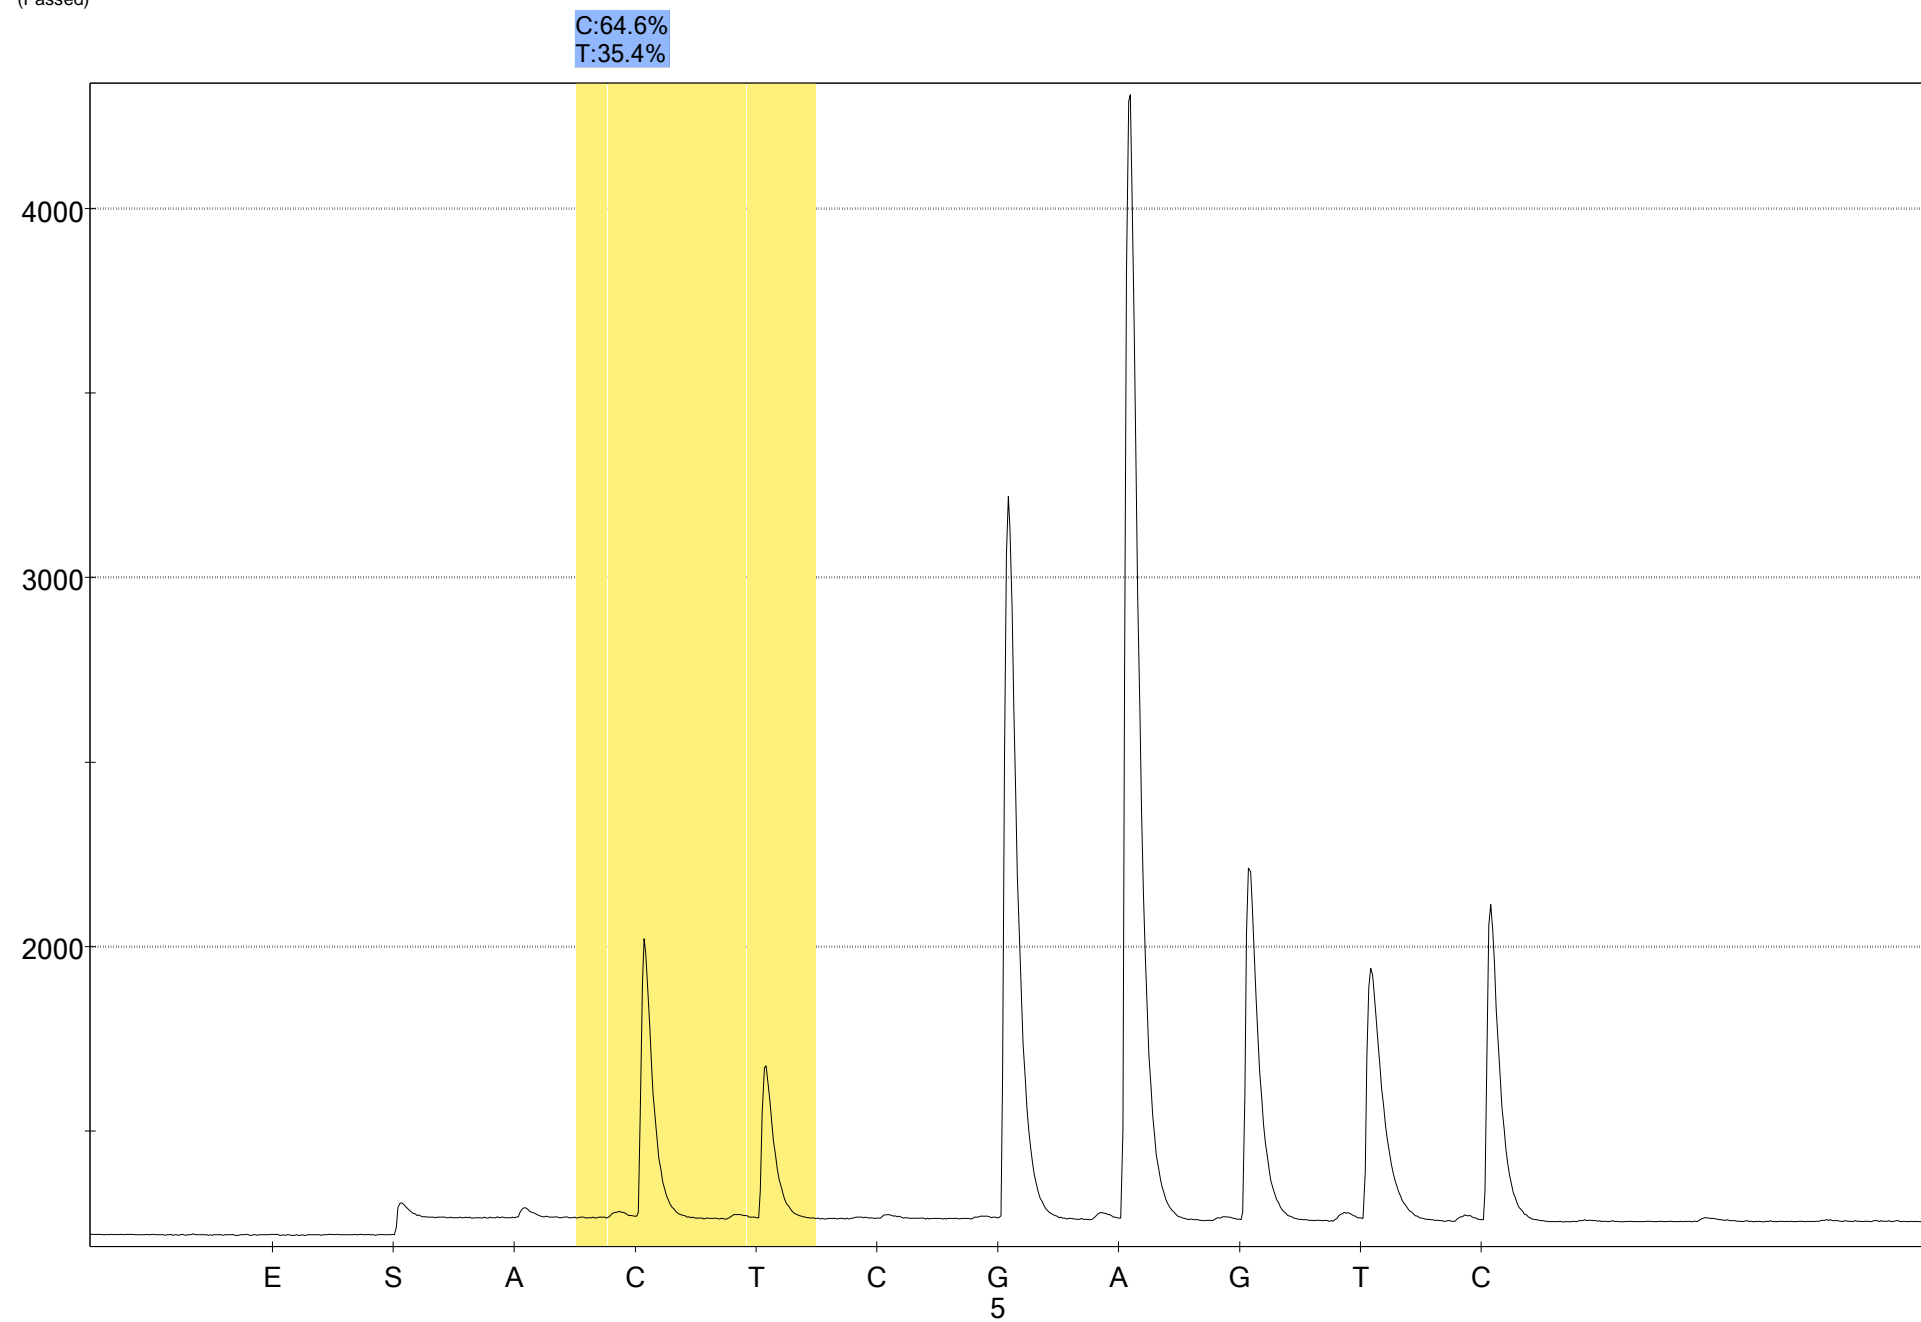

dna - Well B4  
Entry: Ina  
1: C: 58.9% / T: 41.1%  
(Passed)

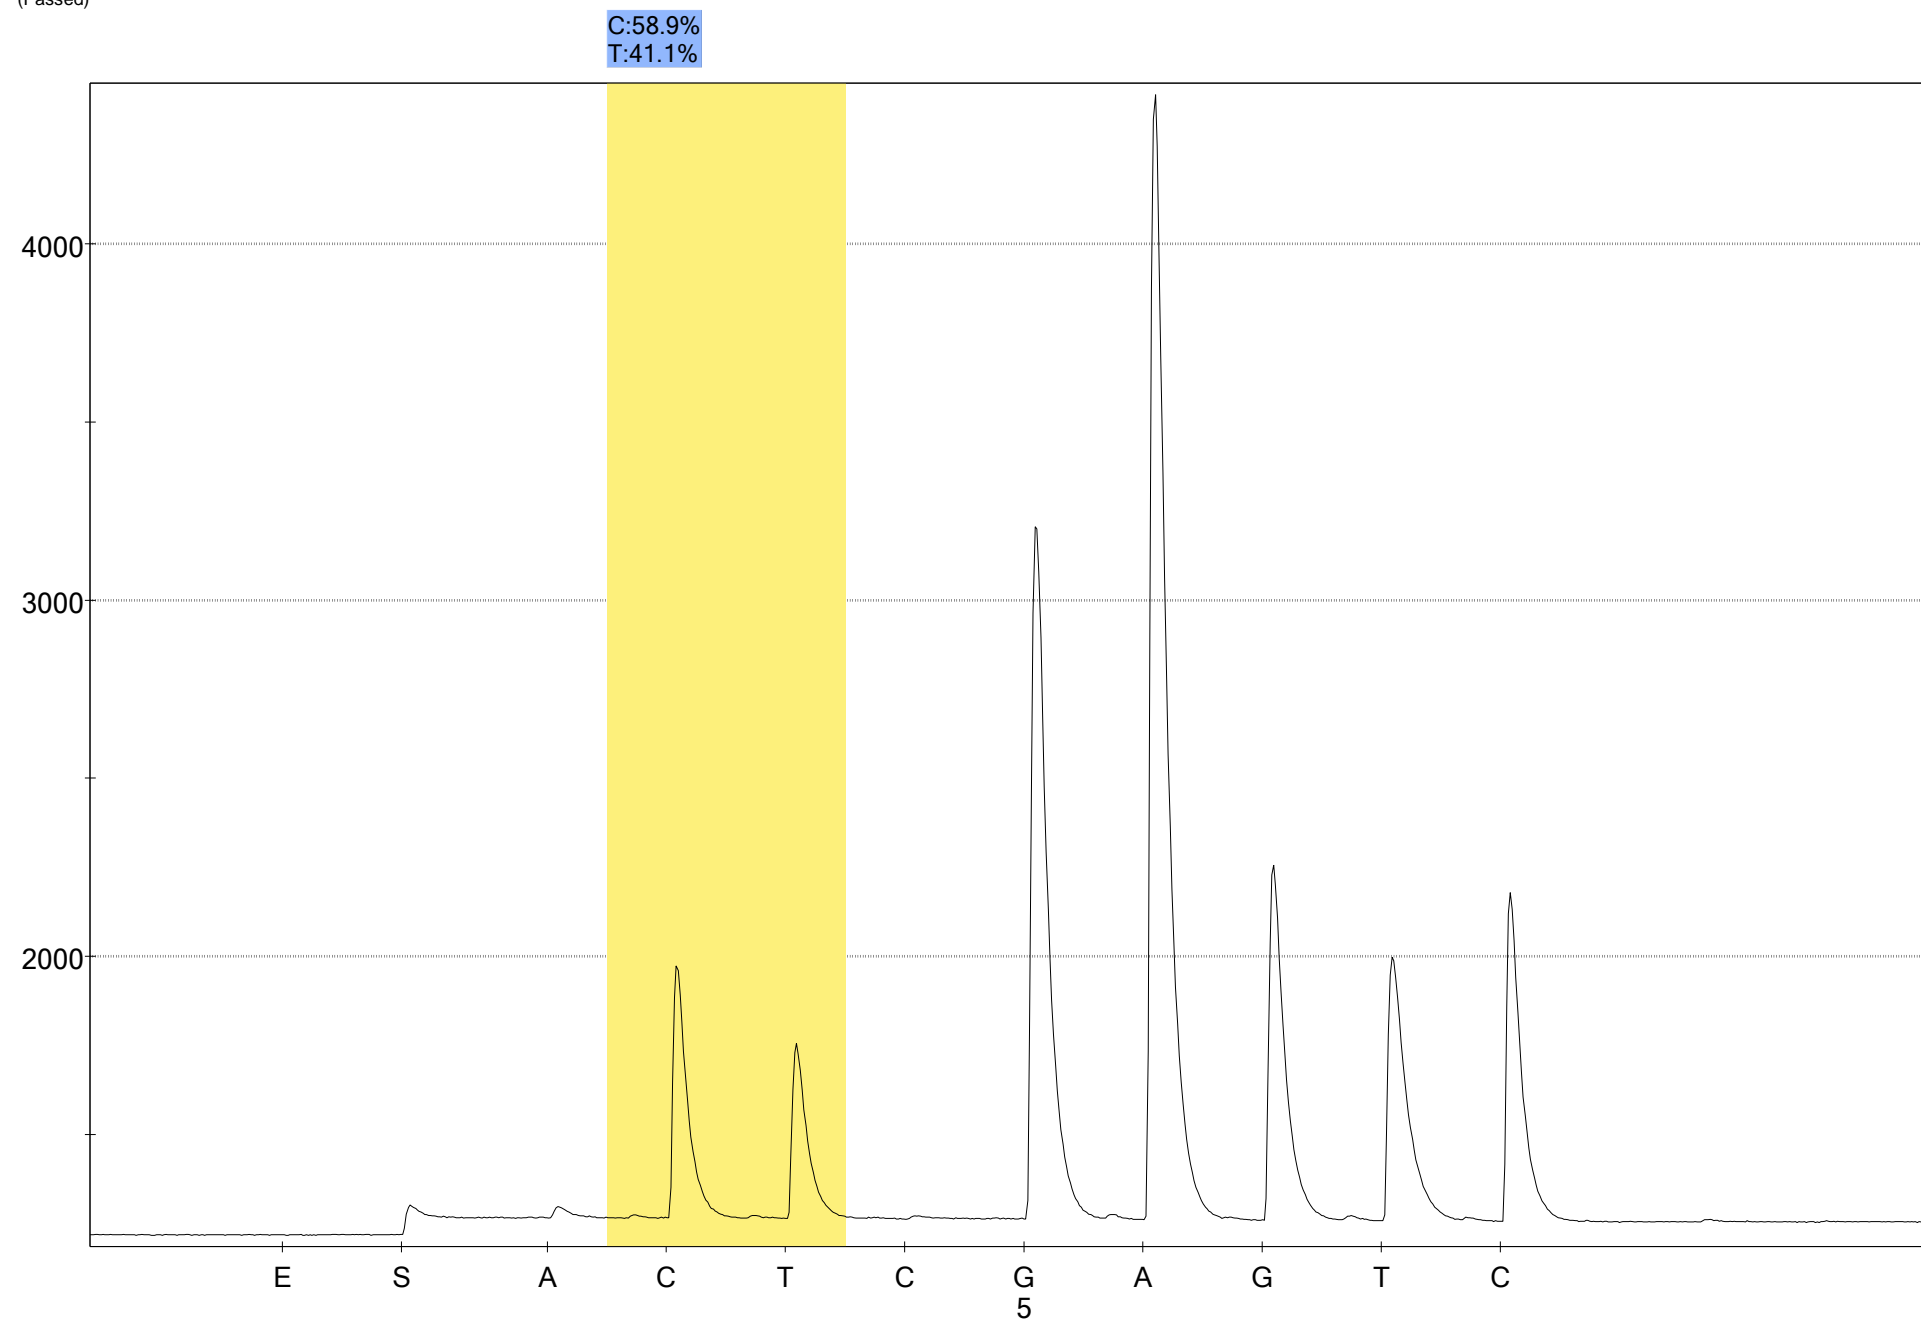

dna - Well B10  
Entry: Ina  
1: C: 59.8% / T: 40.2%  
(Passed)

C:59.8%  
T:40.2%

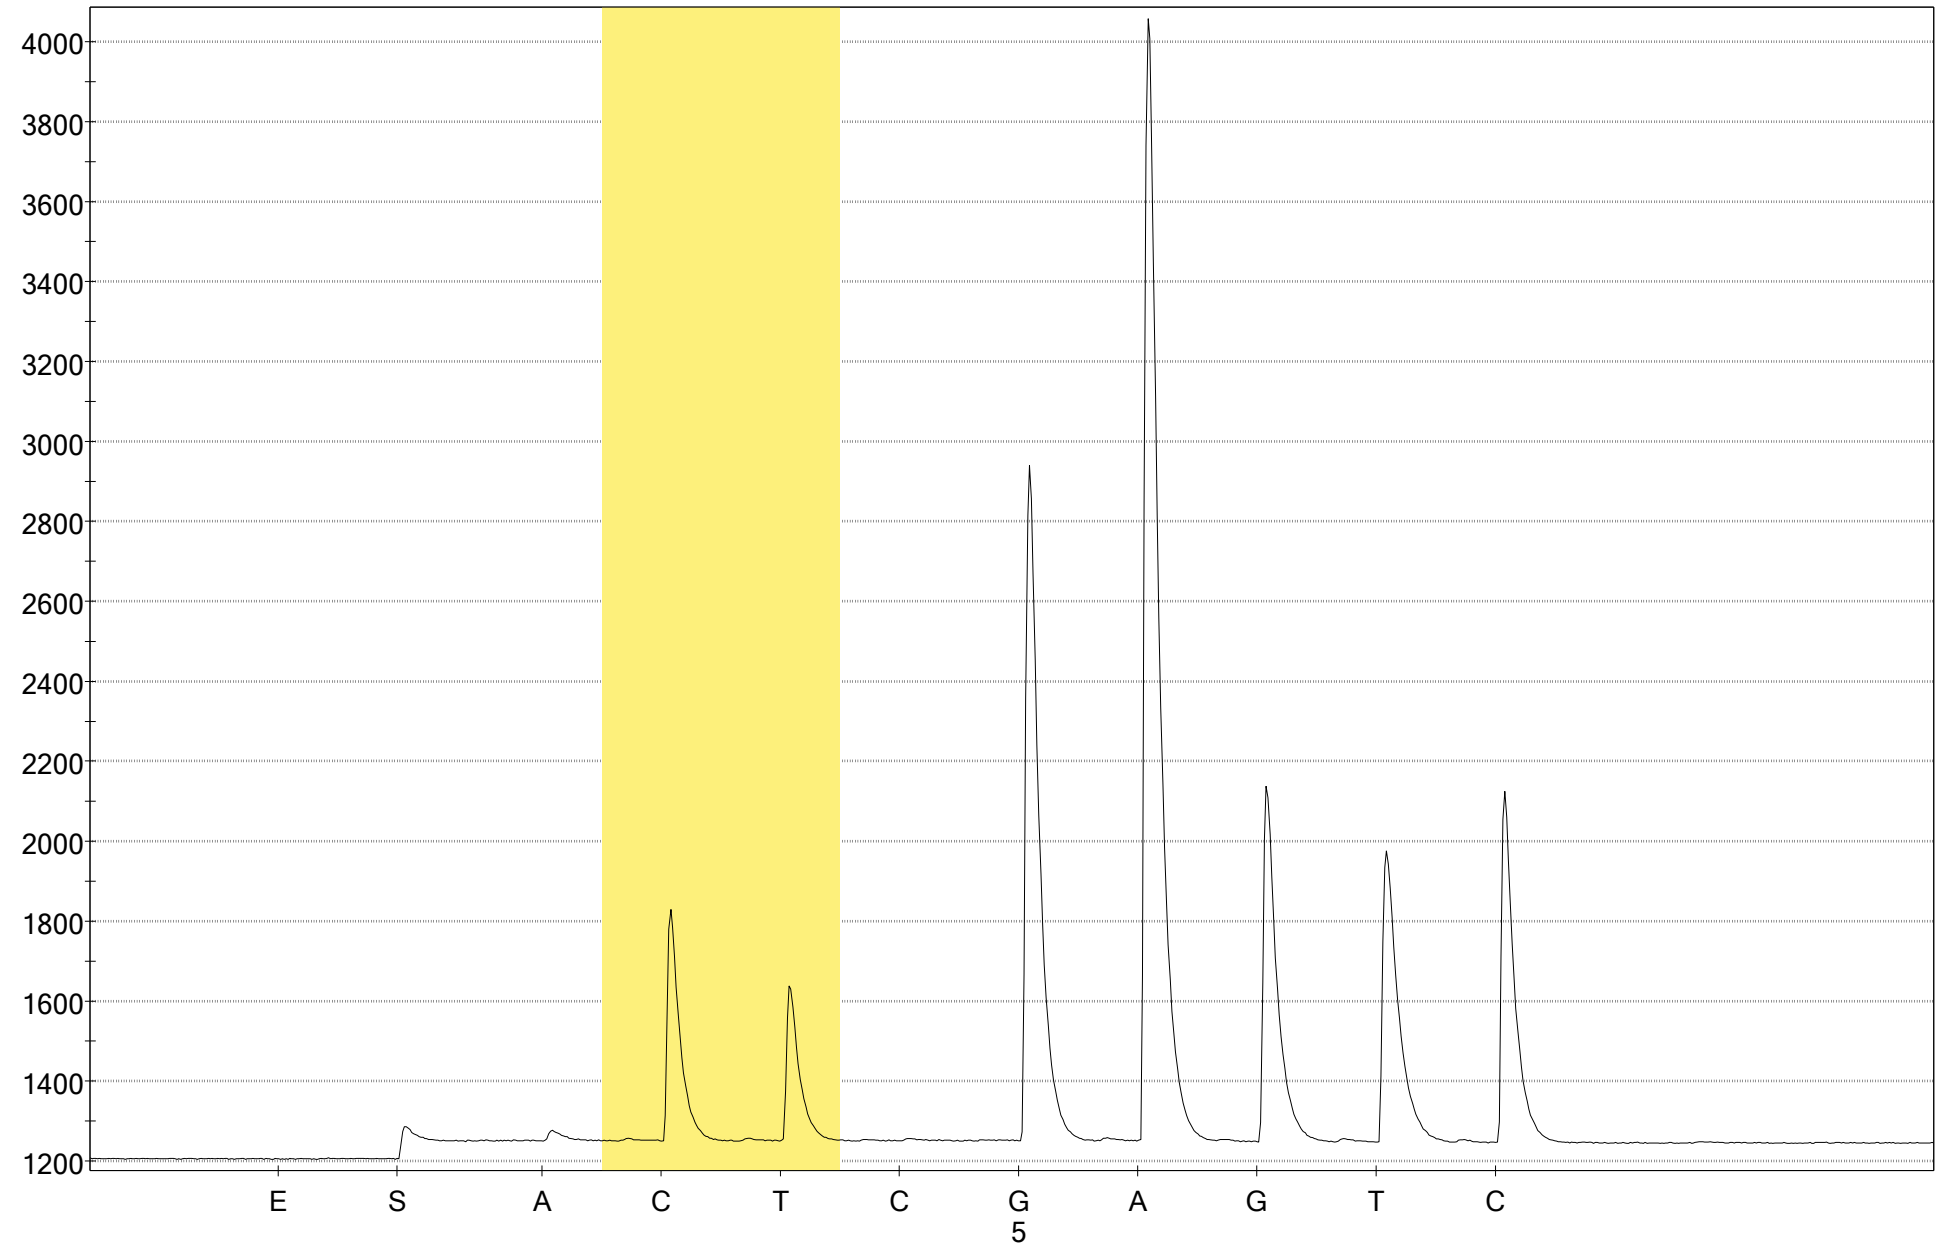

10 uL universal (141+157) - Well A1  
Entry: 1700027N10Rik  
1: C: 60.5% / G: 39.5%  
(Check)

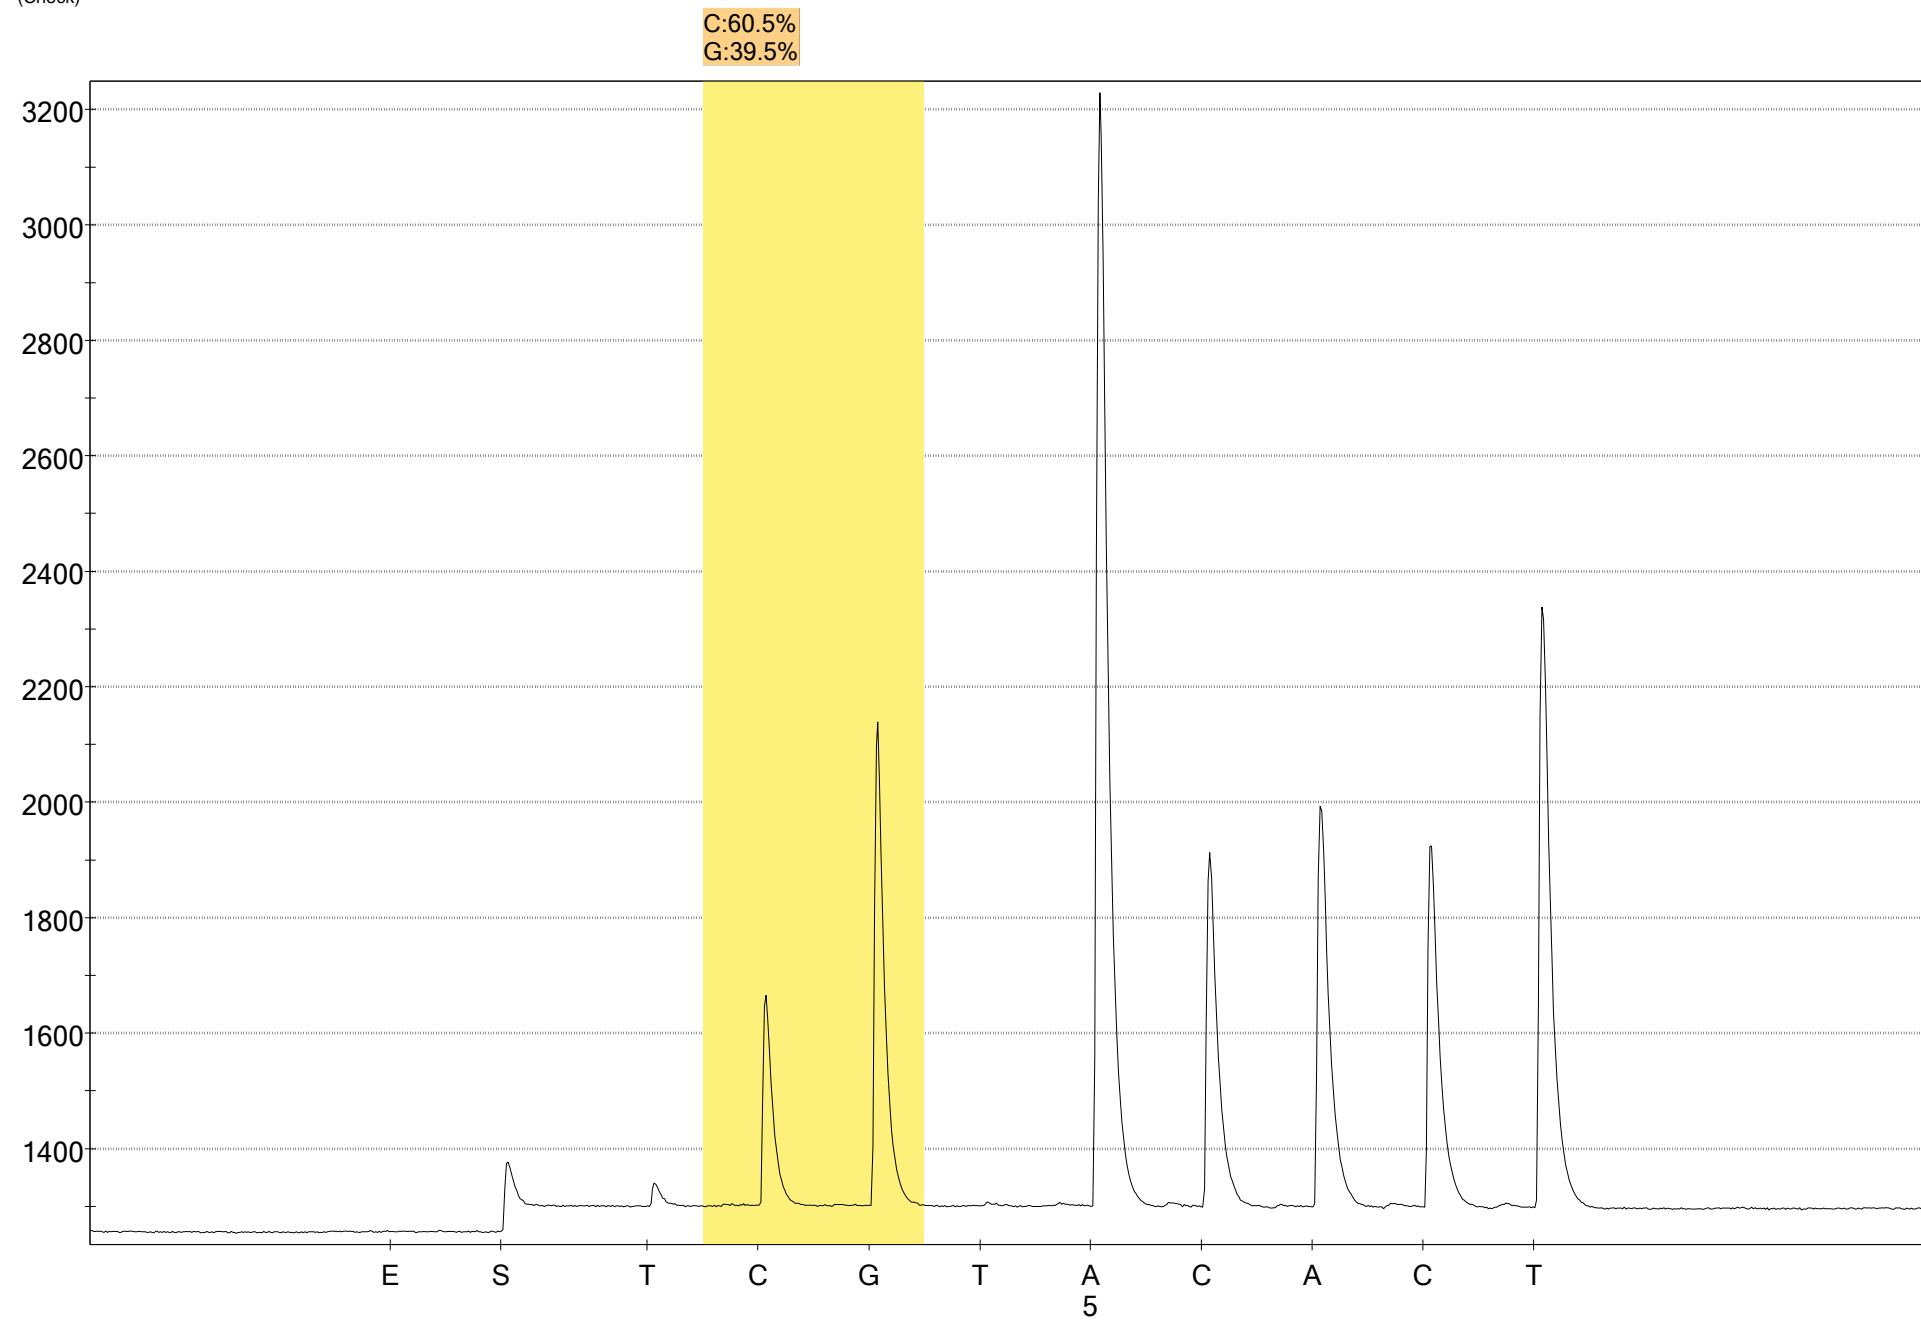

10 uL universal (141+157) - Well A7

Entry: 1700027N10Rik

1: C: 56.6% / G: 43.4%

(Failed)

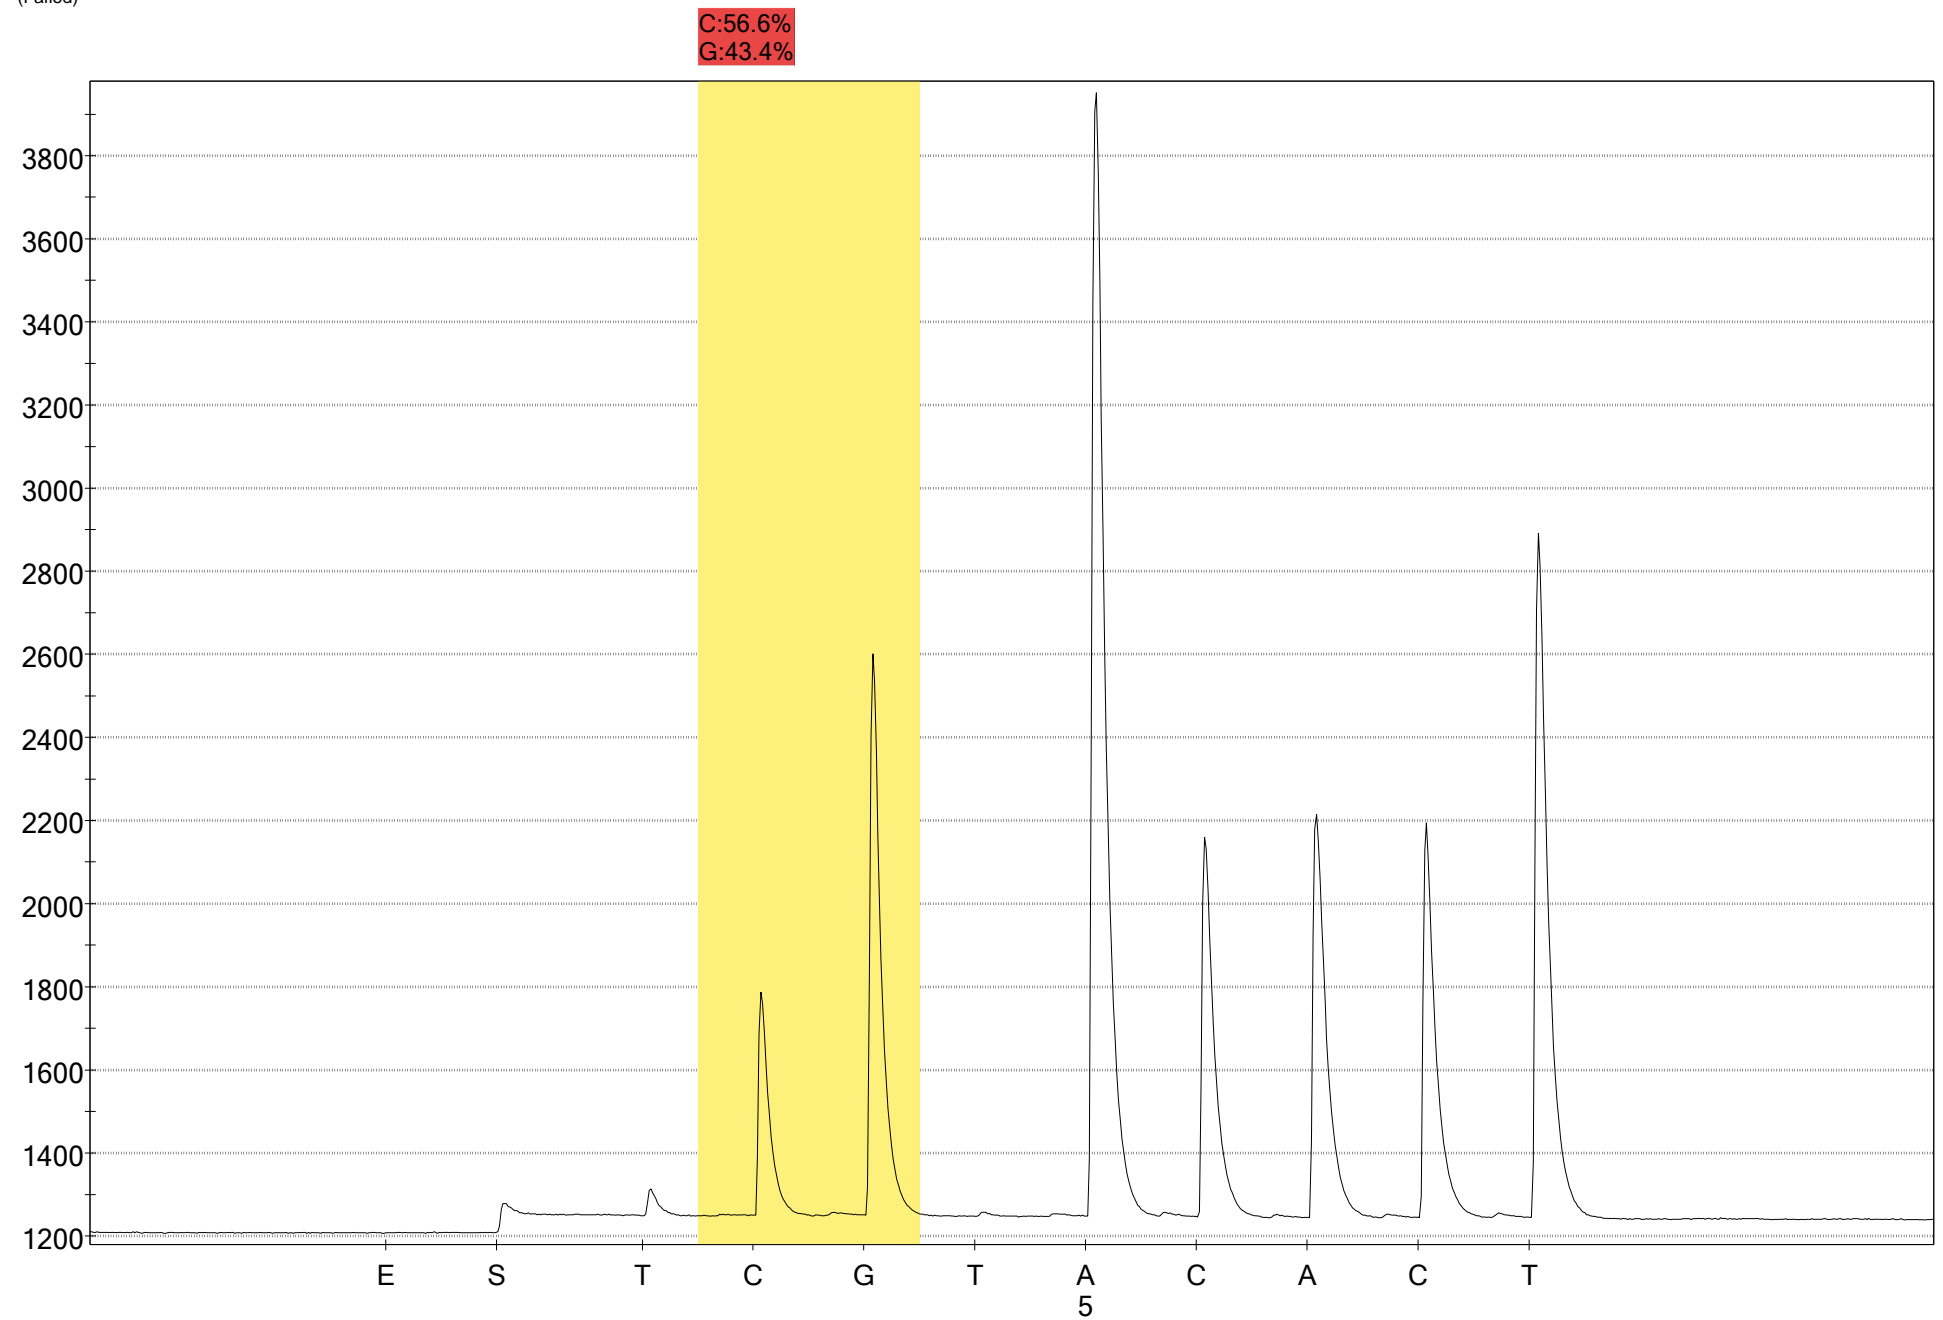

145 - Well A1  
Entry: 1700027N10Rik  
1: C: 59.1% / G: 40.9%  
(Check)

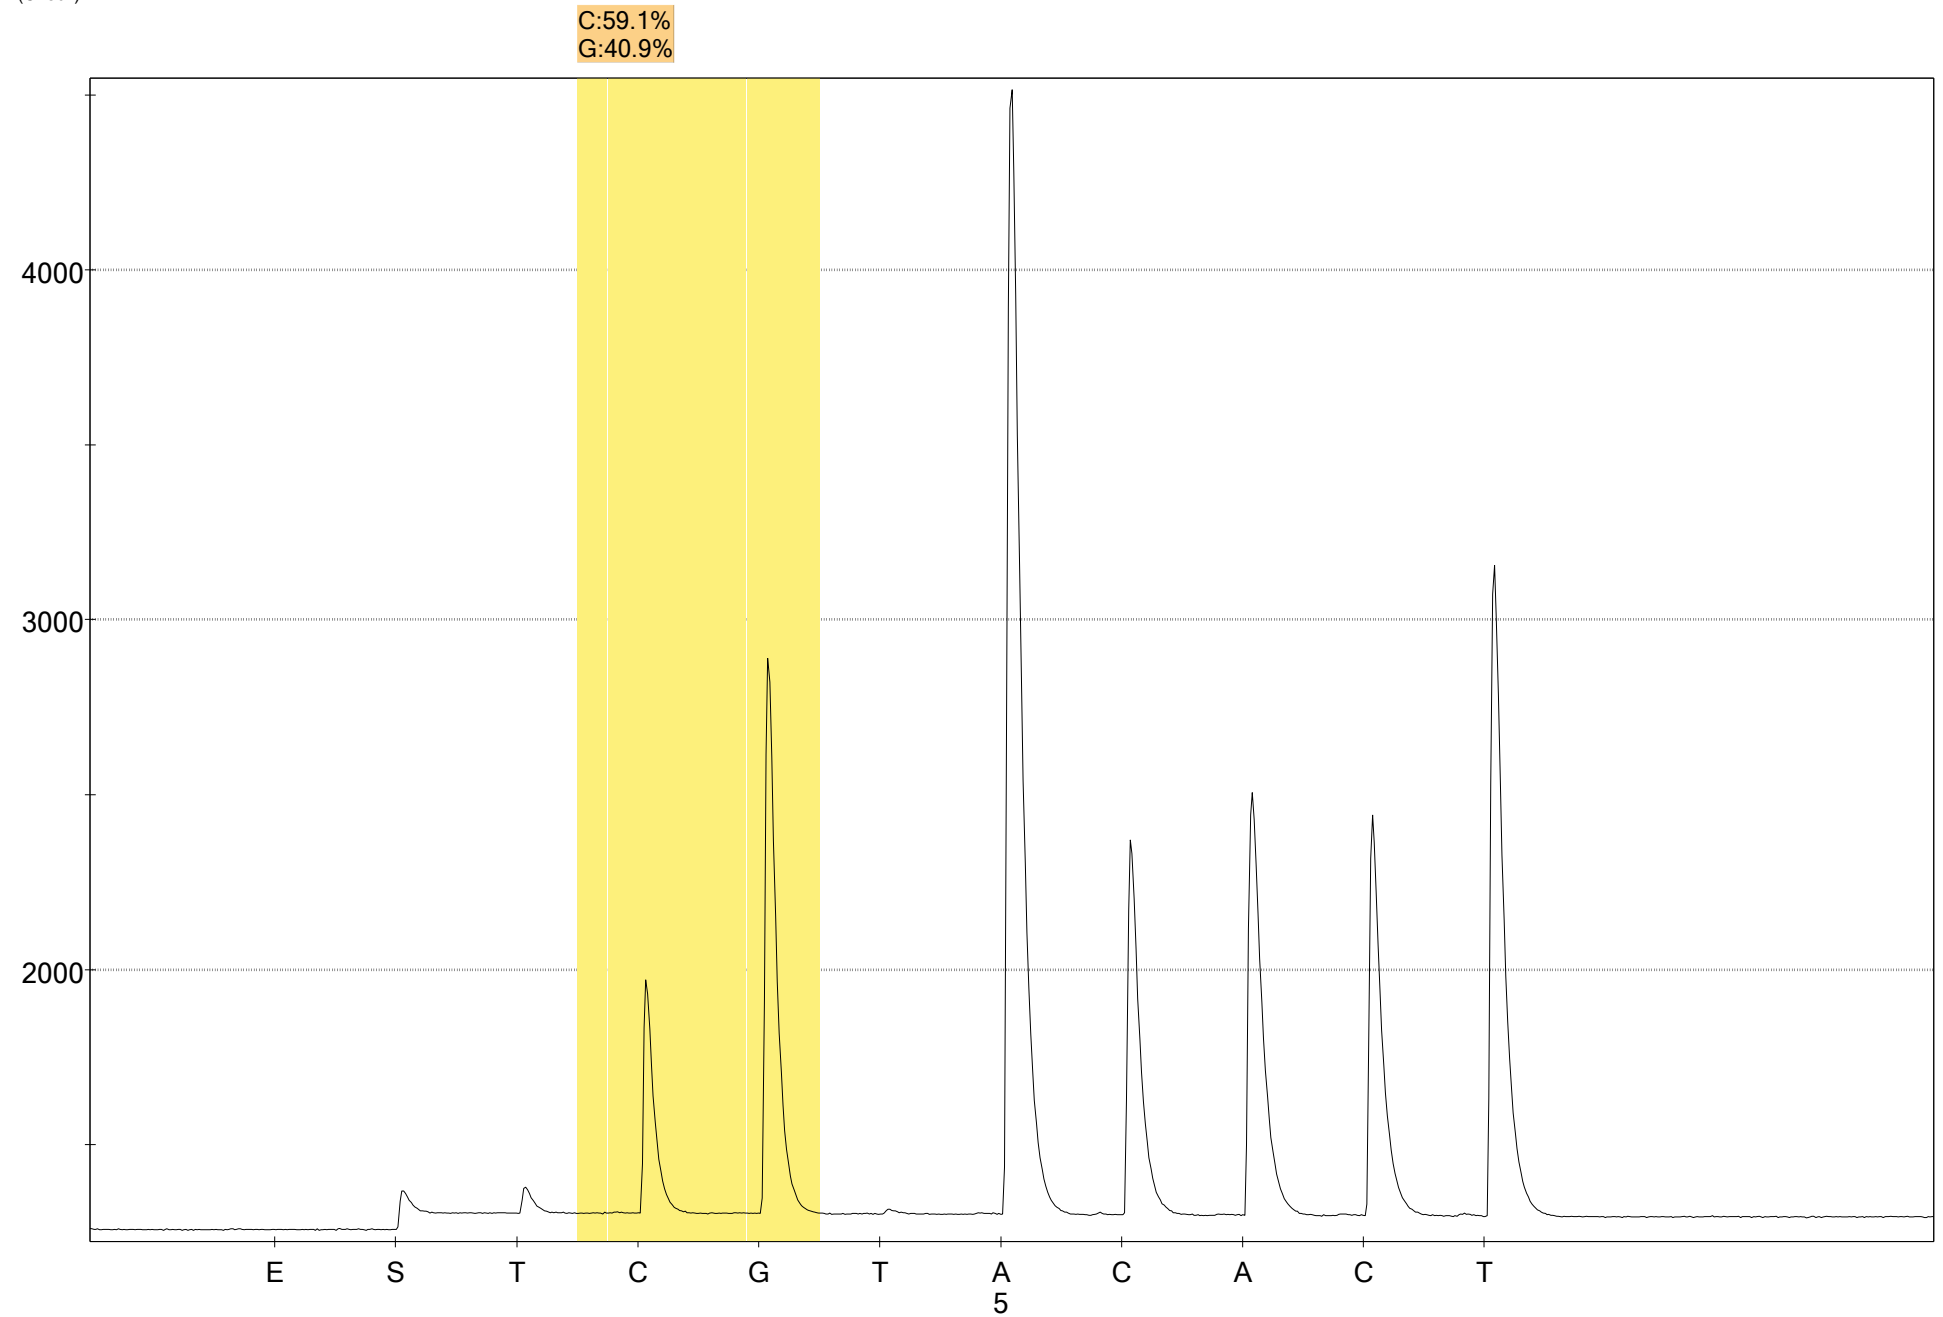

dna - Well A1  
Entry: 1700027N10Rik  
1: C: 55.2% / G: 44.8%  
(Failed)

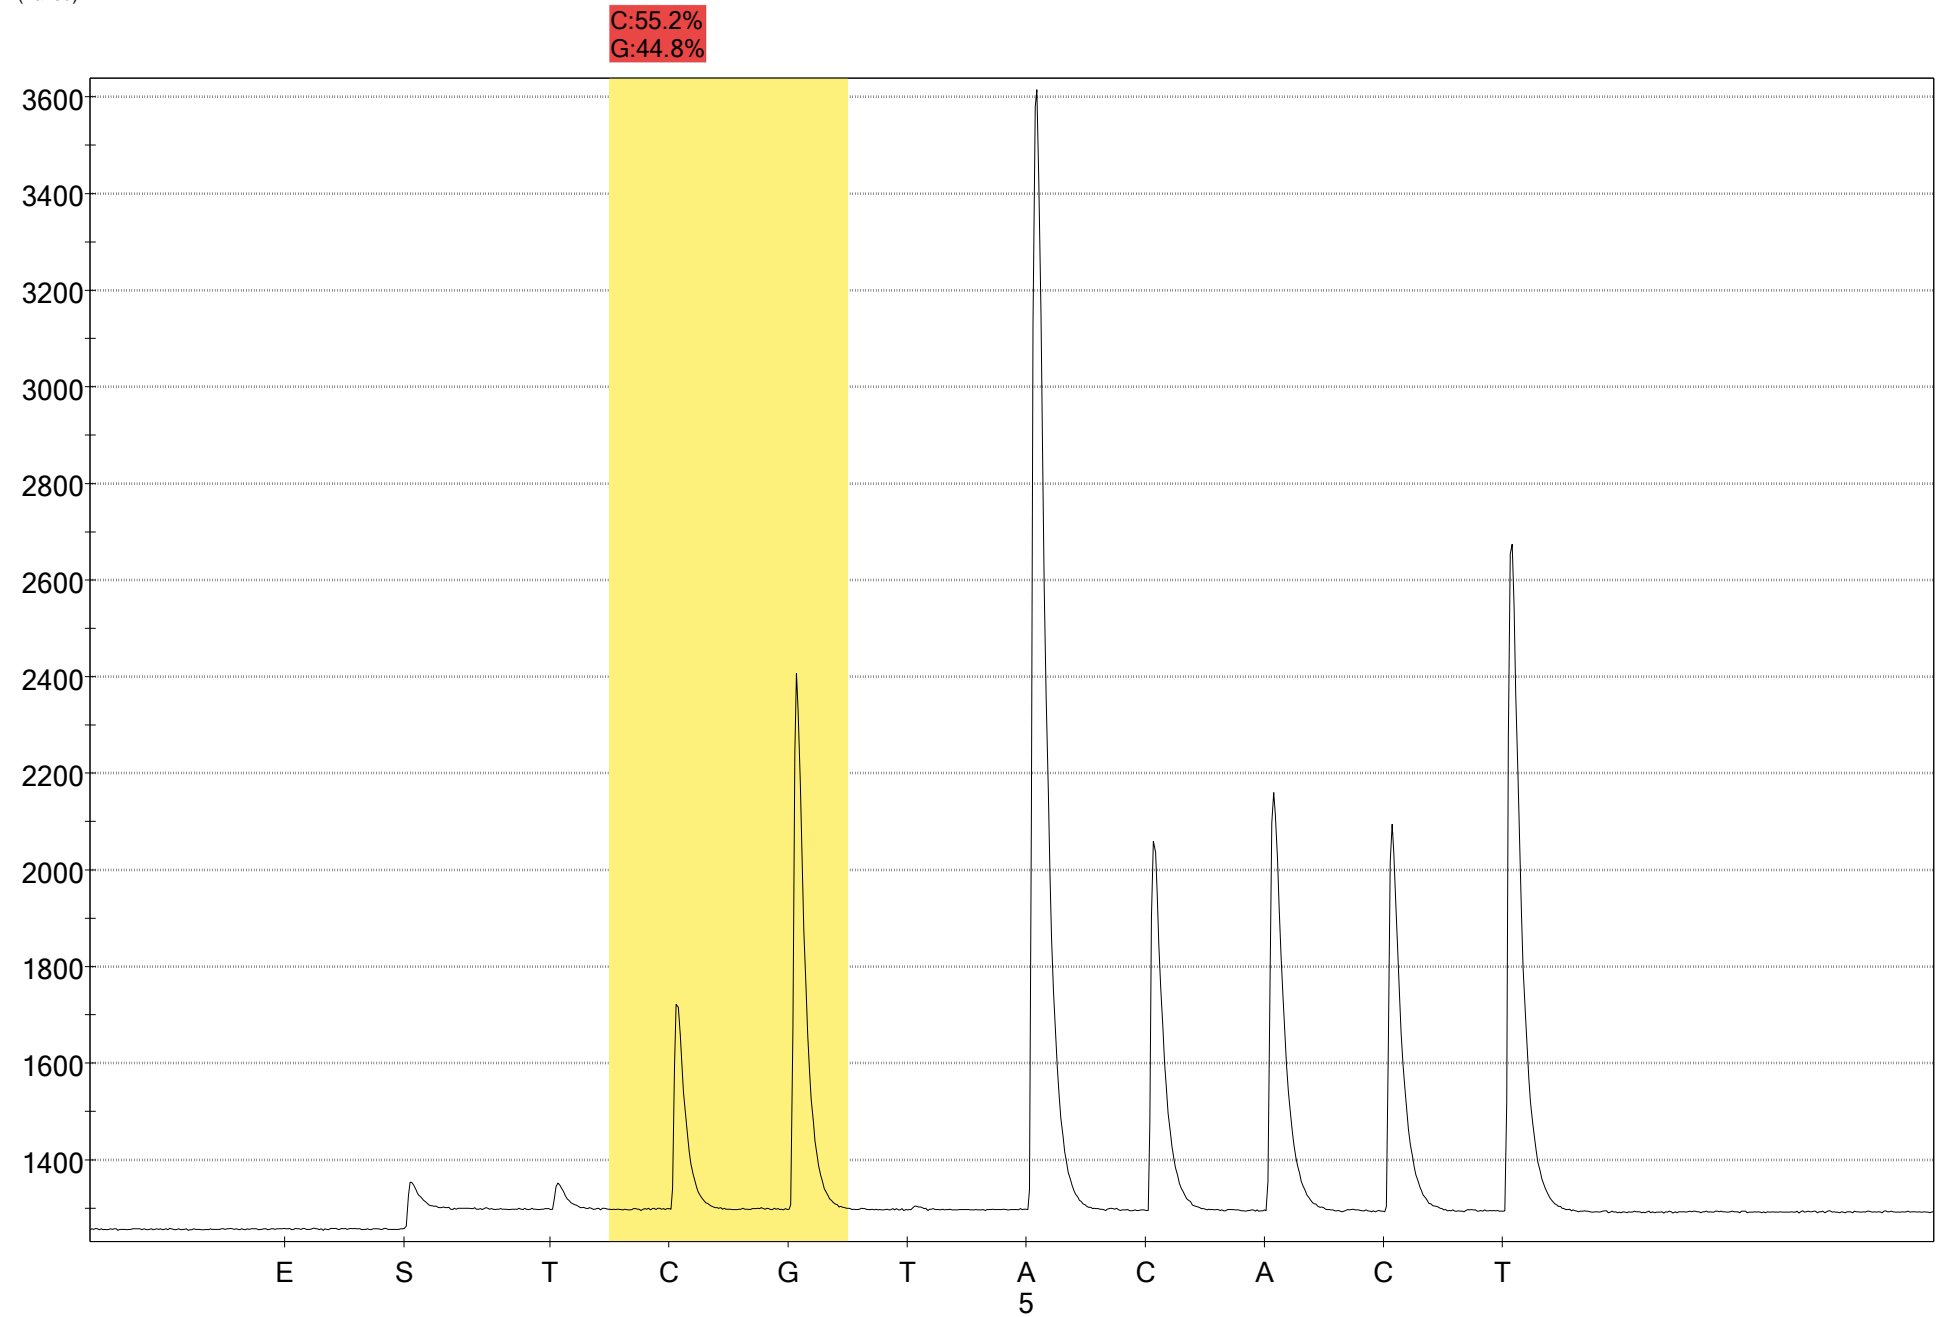

dna - Well A7  
Entry: 1700027N10Rik  
1: C: 58.9% / G: 41.1%  
(Passed)

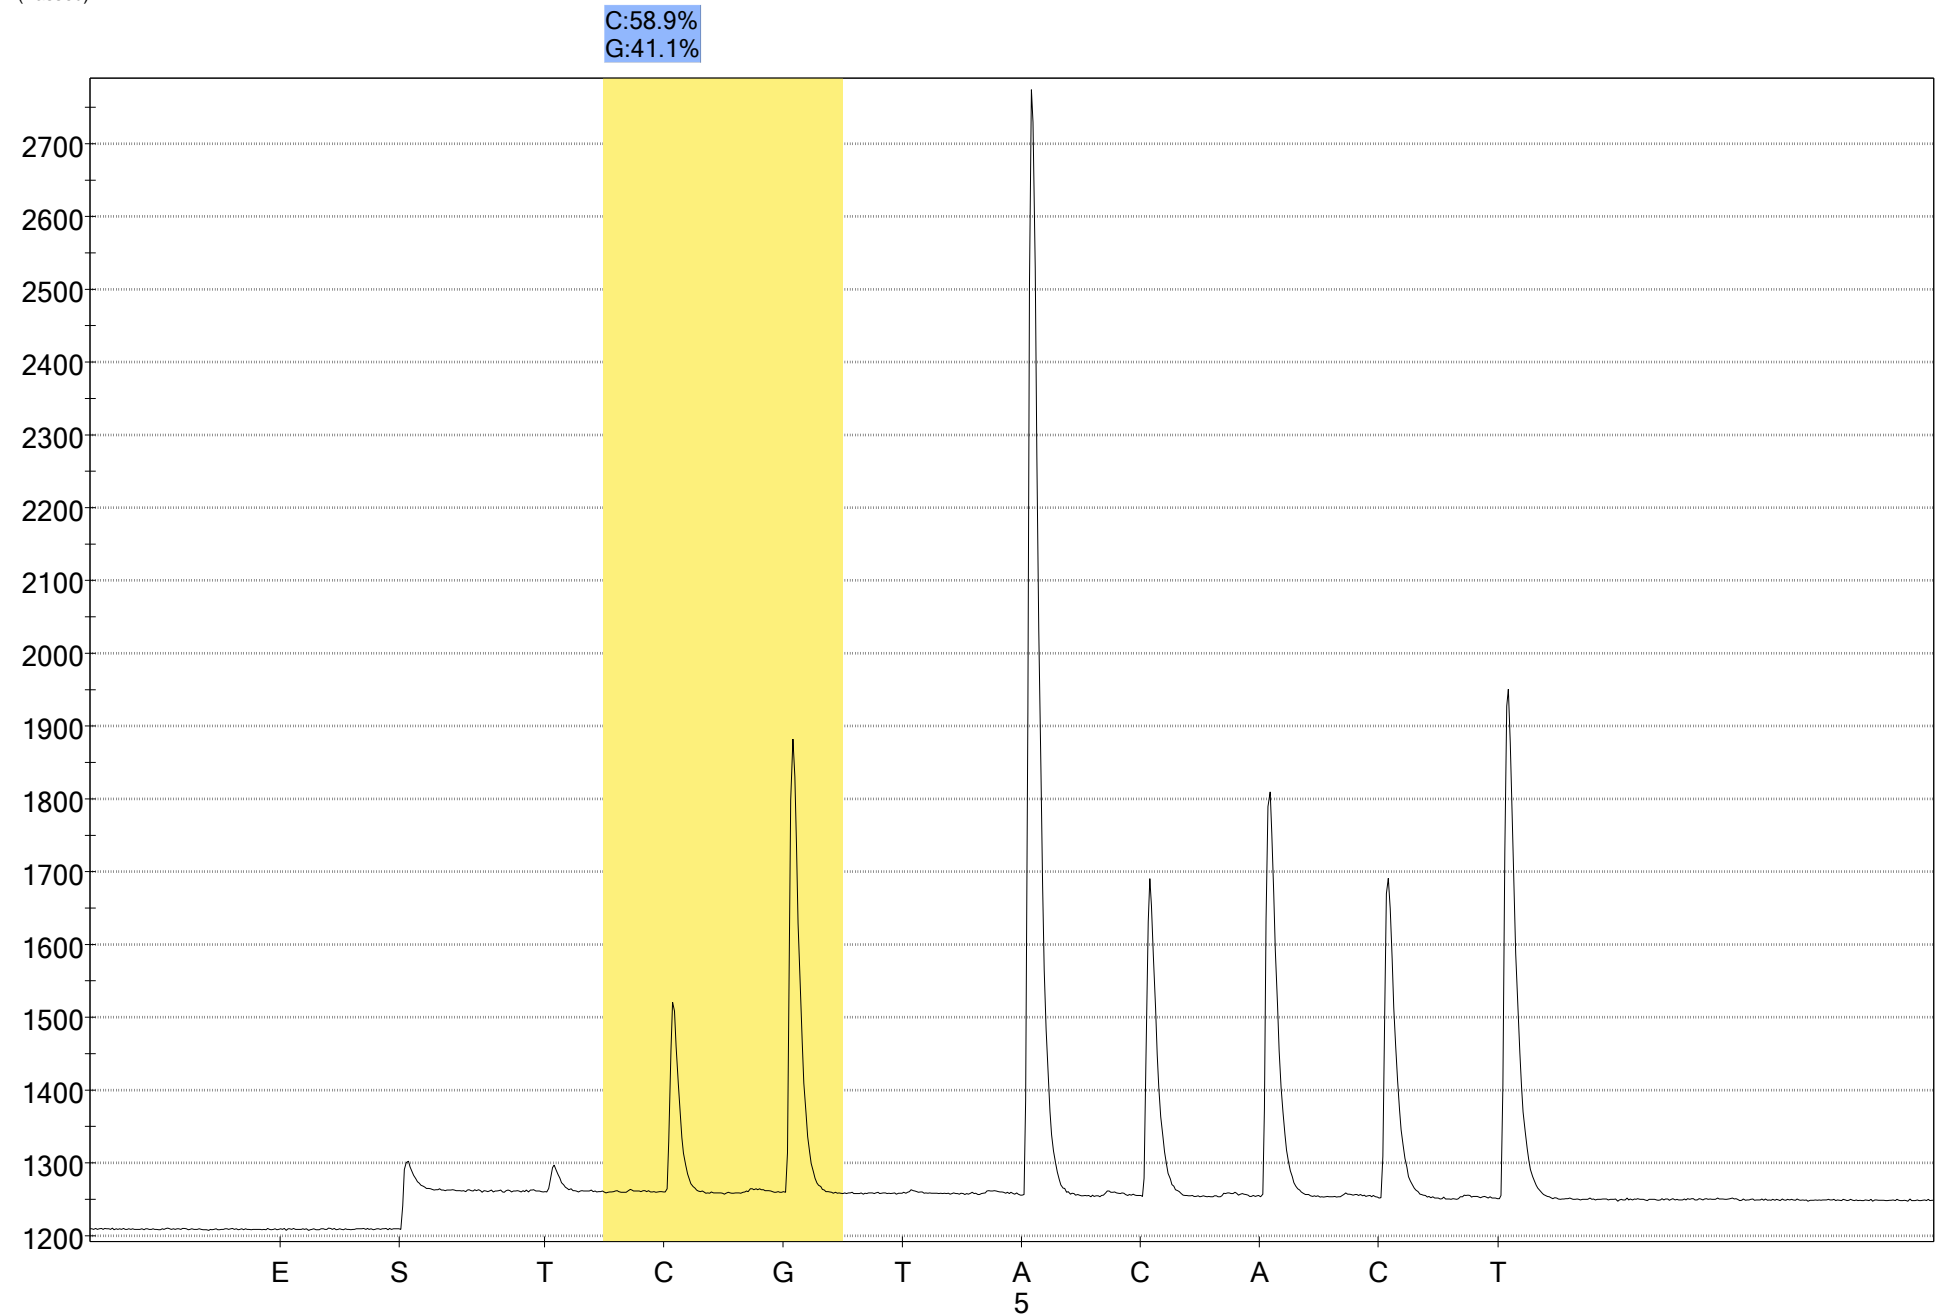

10 uL universal (141+157) - Well E5  
Entry: Pitpm2  
1: C: 44.3% / T: 55.7%  
(Passed)

C:44.3%  
T:55.7%

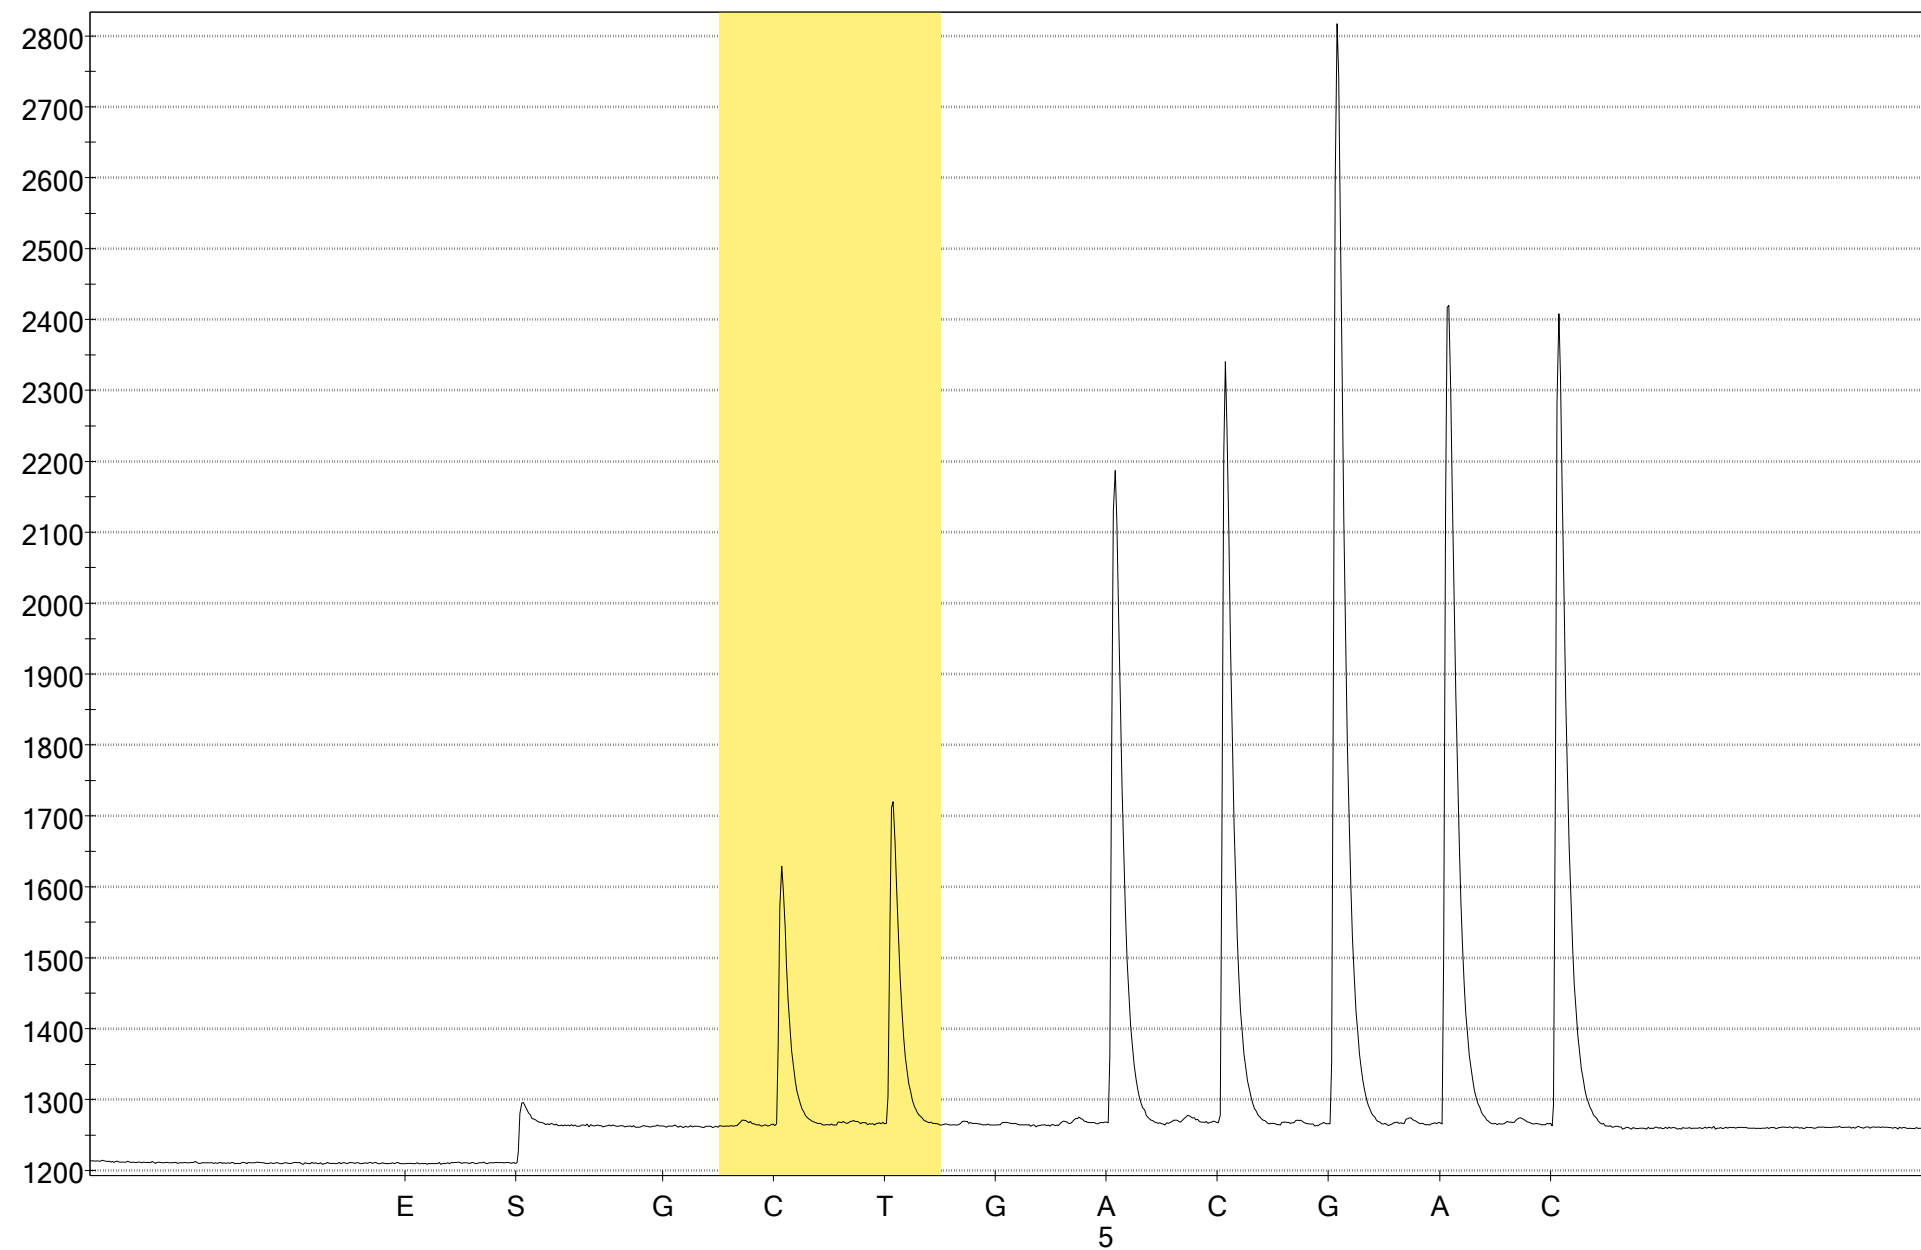

10 uL universal (141+157) - Well E11  
Entry: Pitpm2  
1: C: 38.6% / T: 61.4%  
(Passed)

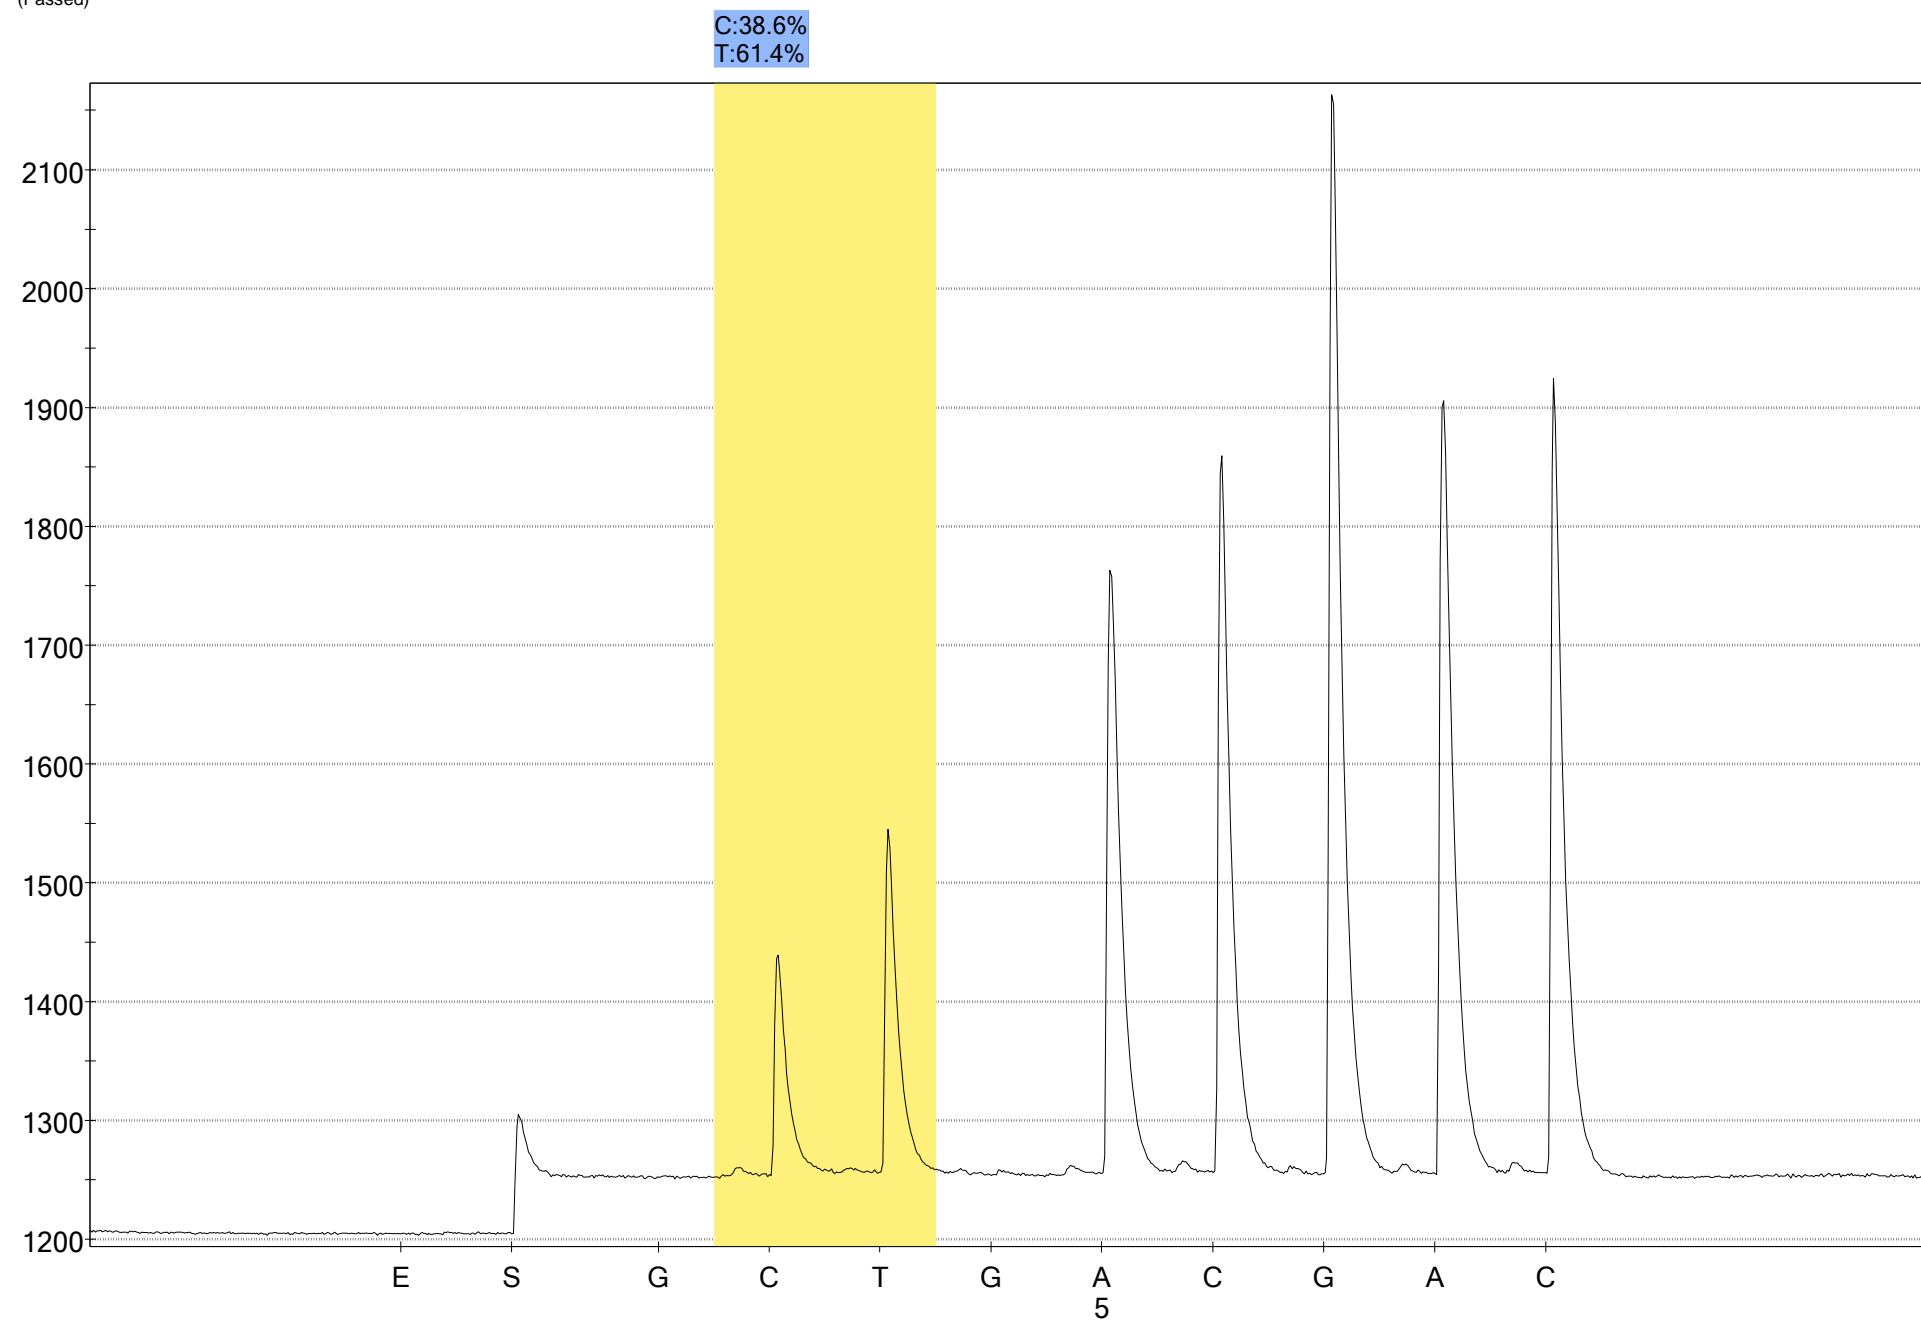

145 - Well E5  
Entry: Pitpm2  
1: C: 41.3% / T: 58.7%  
(Passed)

C:41.3%  
T:58.7%

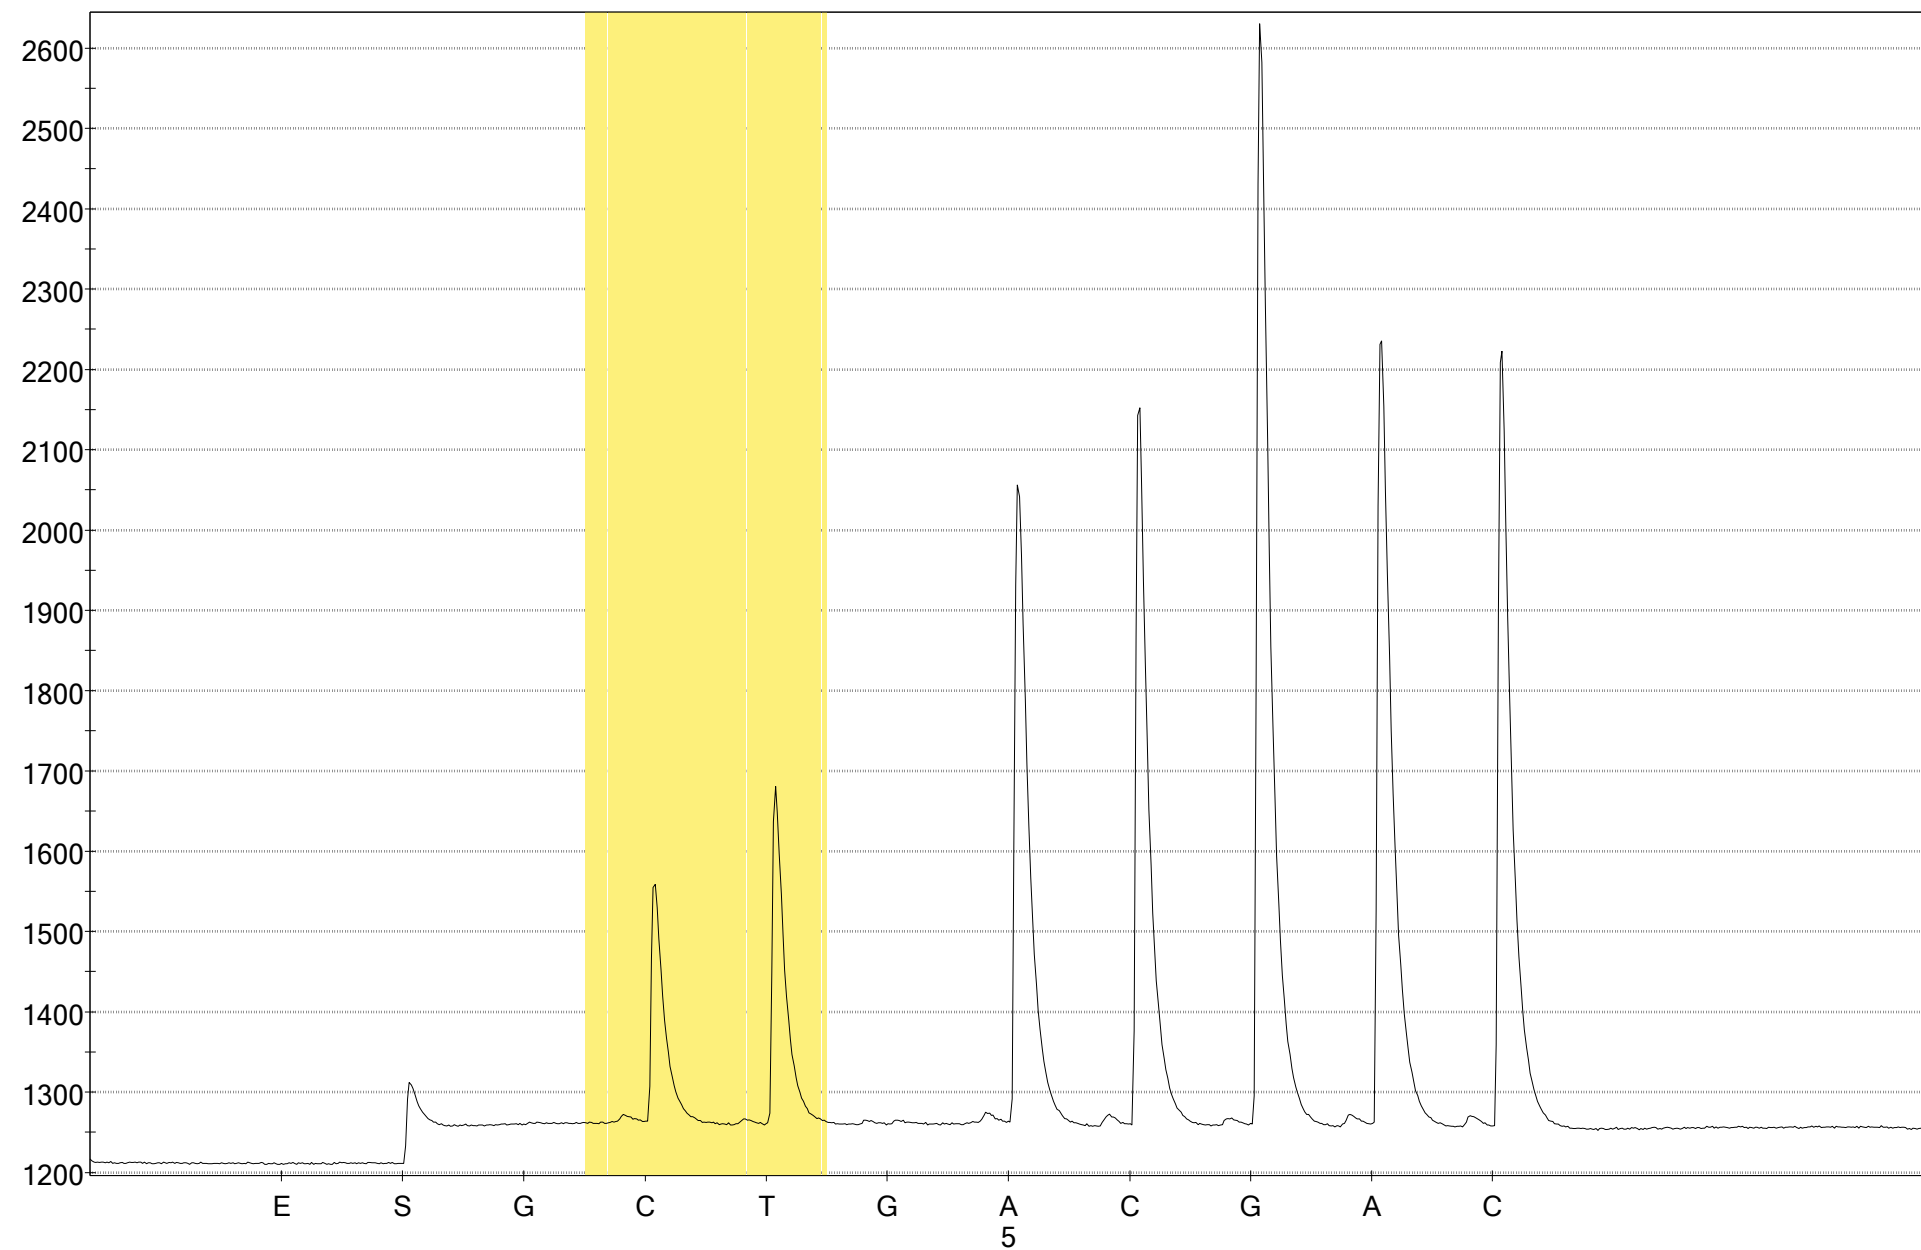

dna - Well E5  
Entry: Pitpm2  
1: C: 40.2% / T: 59.8%  
(Passed)

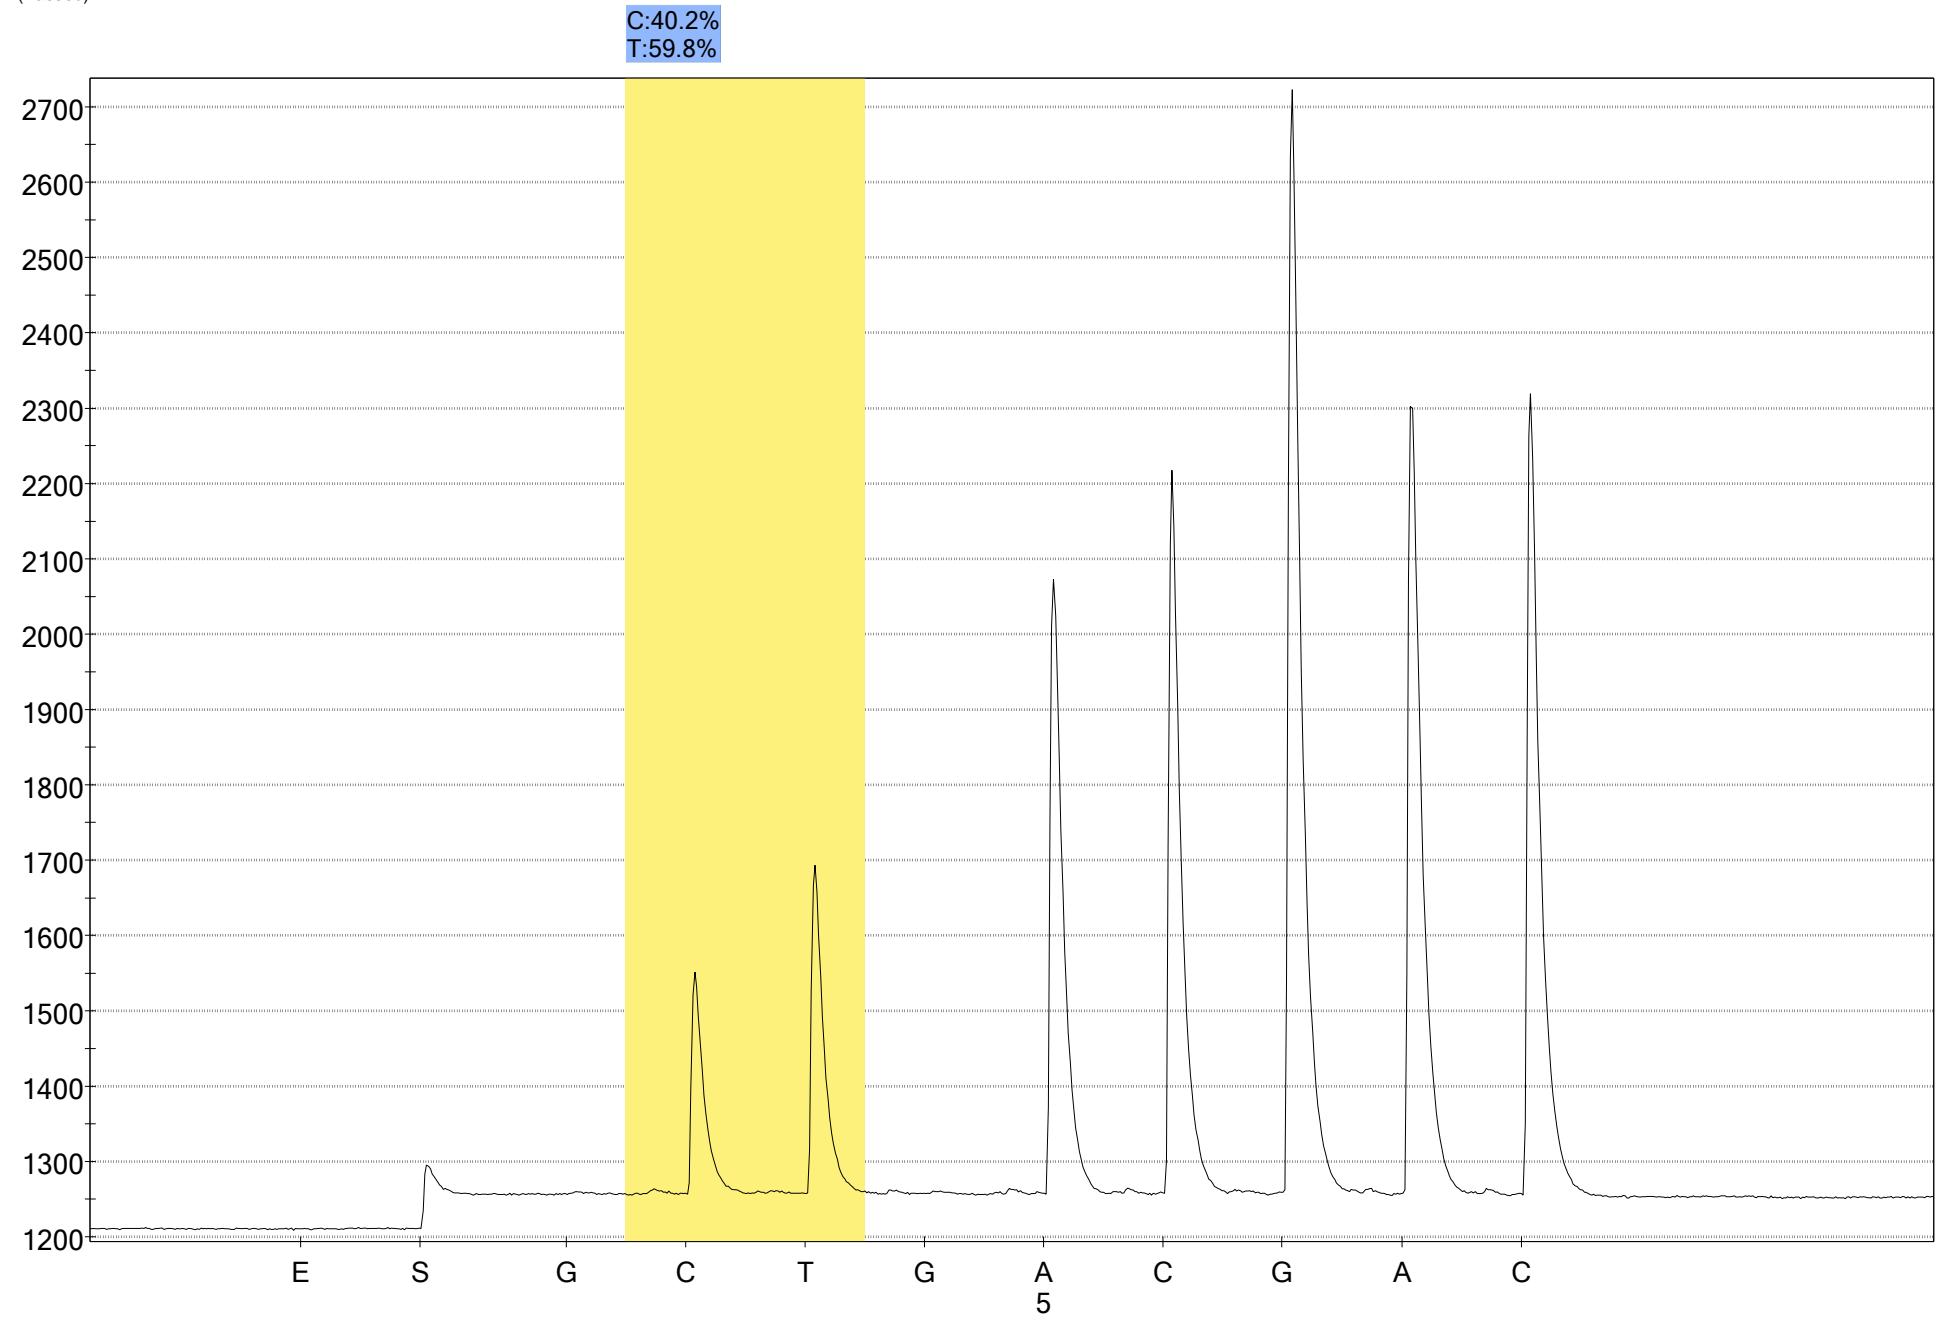

dna - Well E11  
Entry: Pitpm2  
1: C: 41.6% / T: 58.4%  
(Passed)

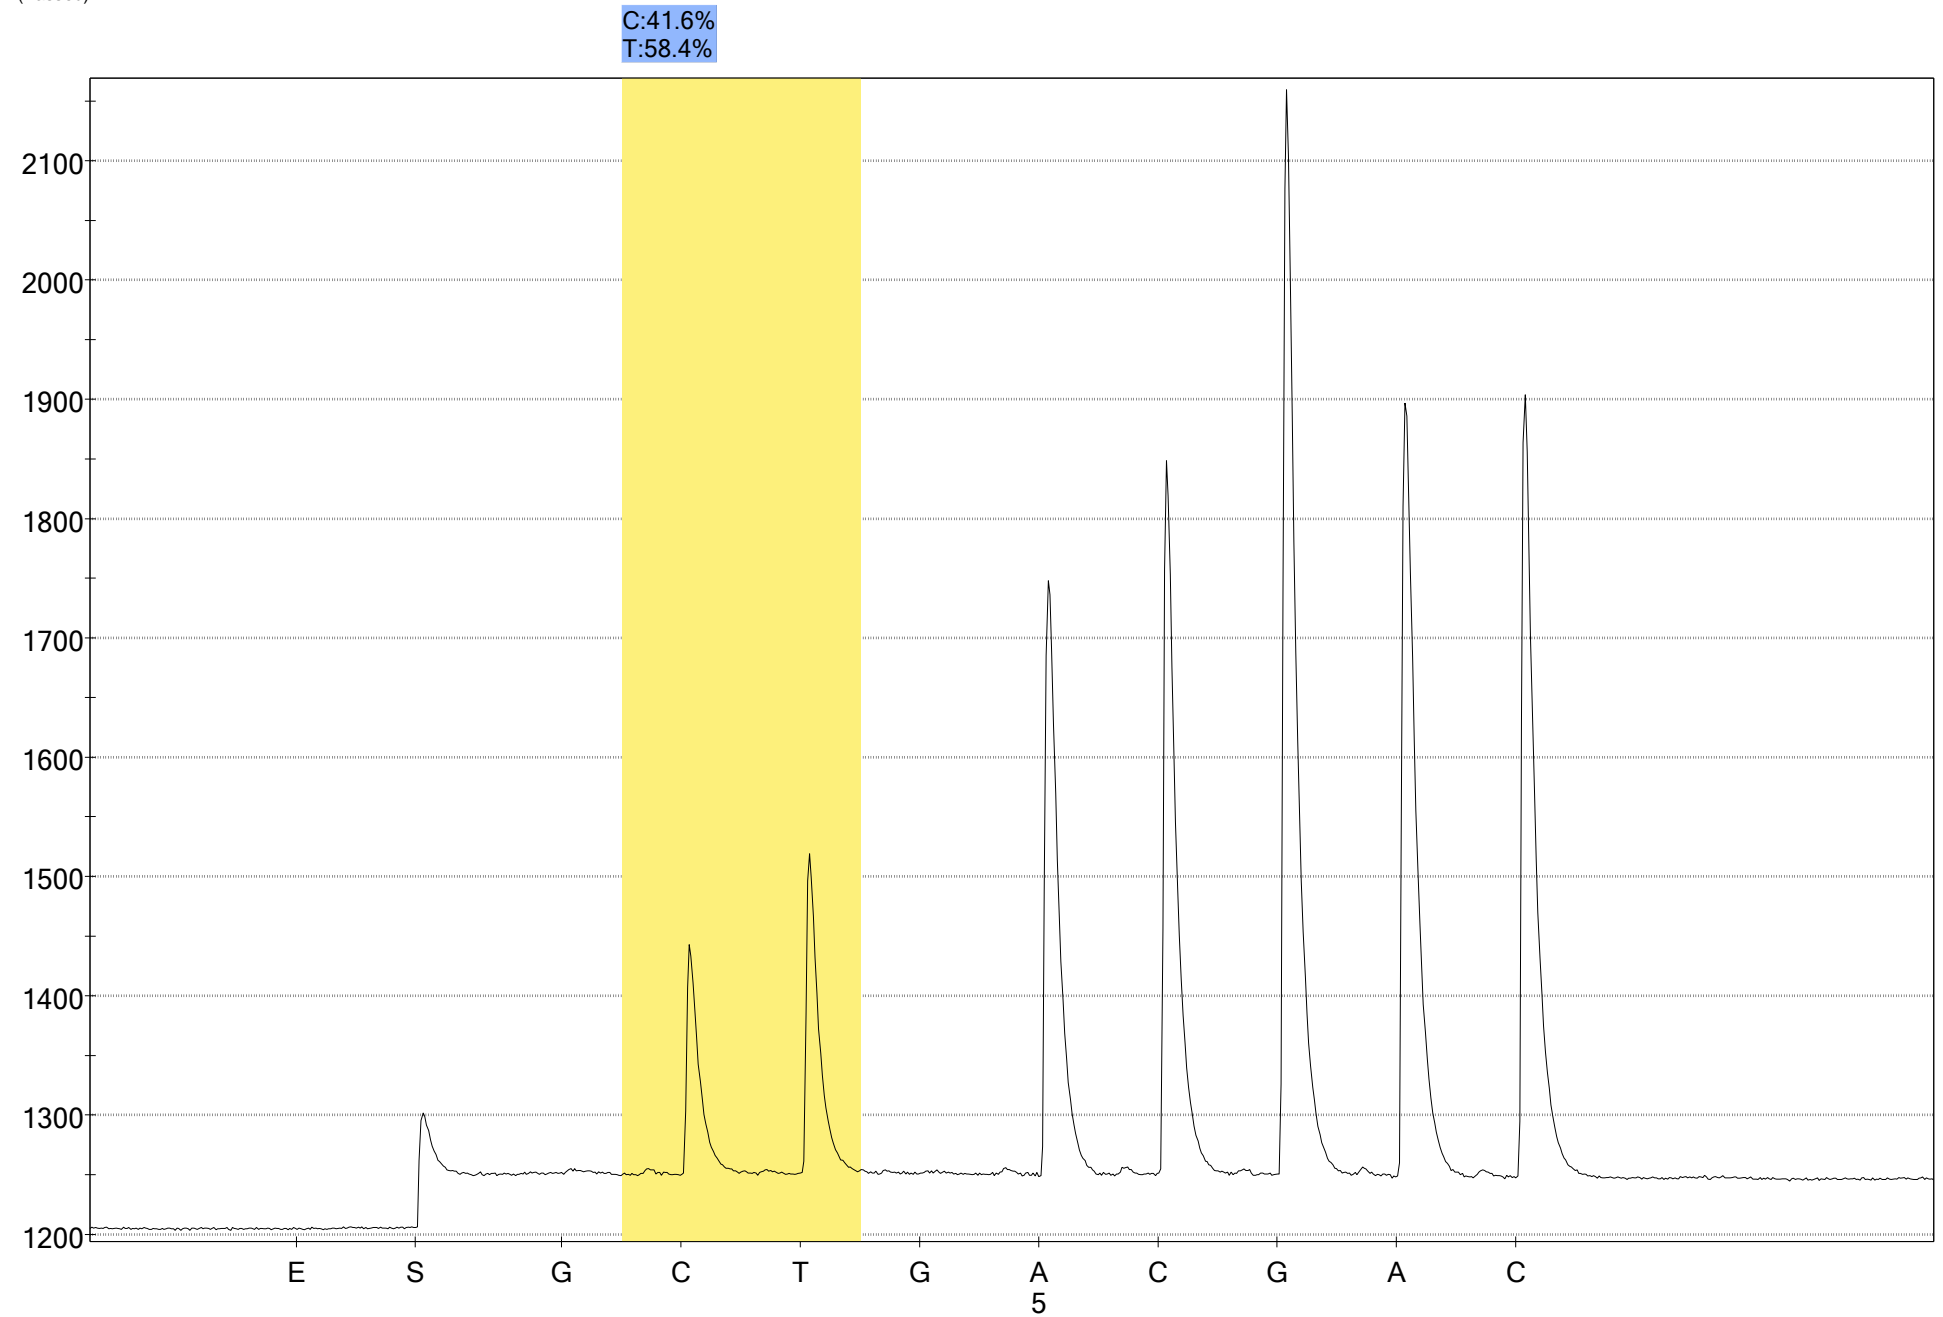

10 uL universal (141+157) - Well D1

Entry: AK011885

1: C: 50.2% / G: 49.8%

(Passed)

C:50.2%  
G:49.8%

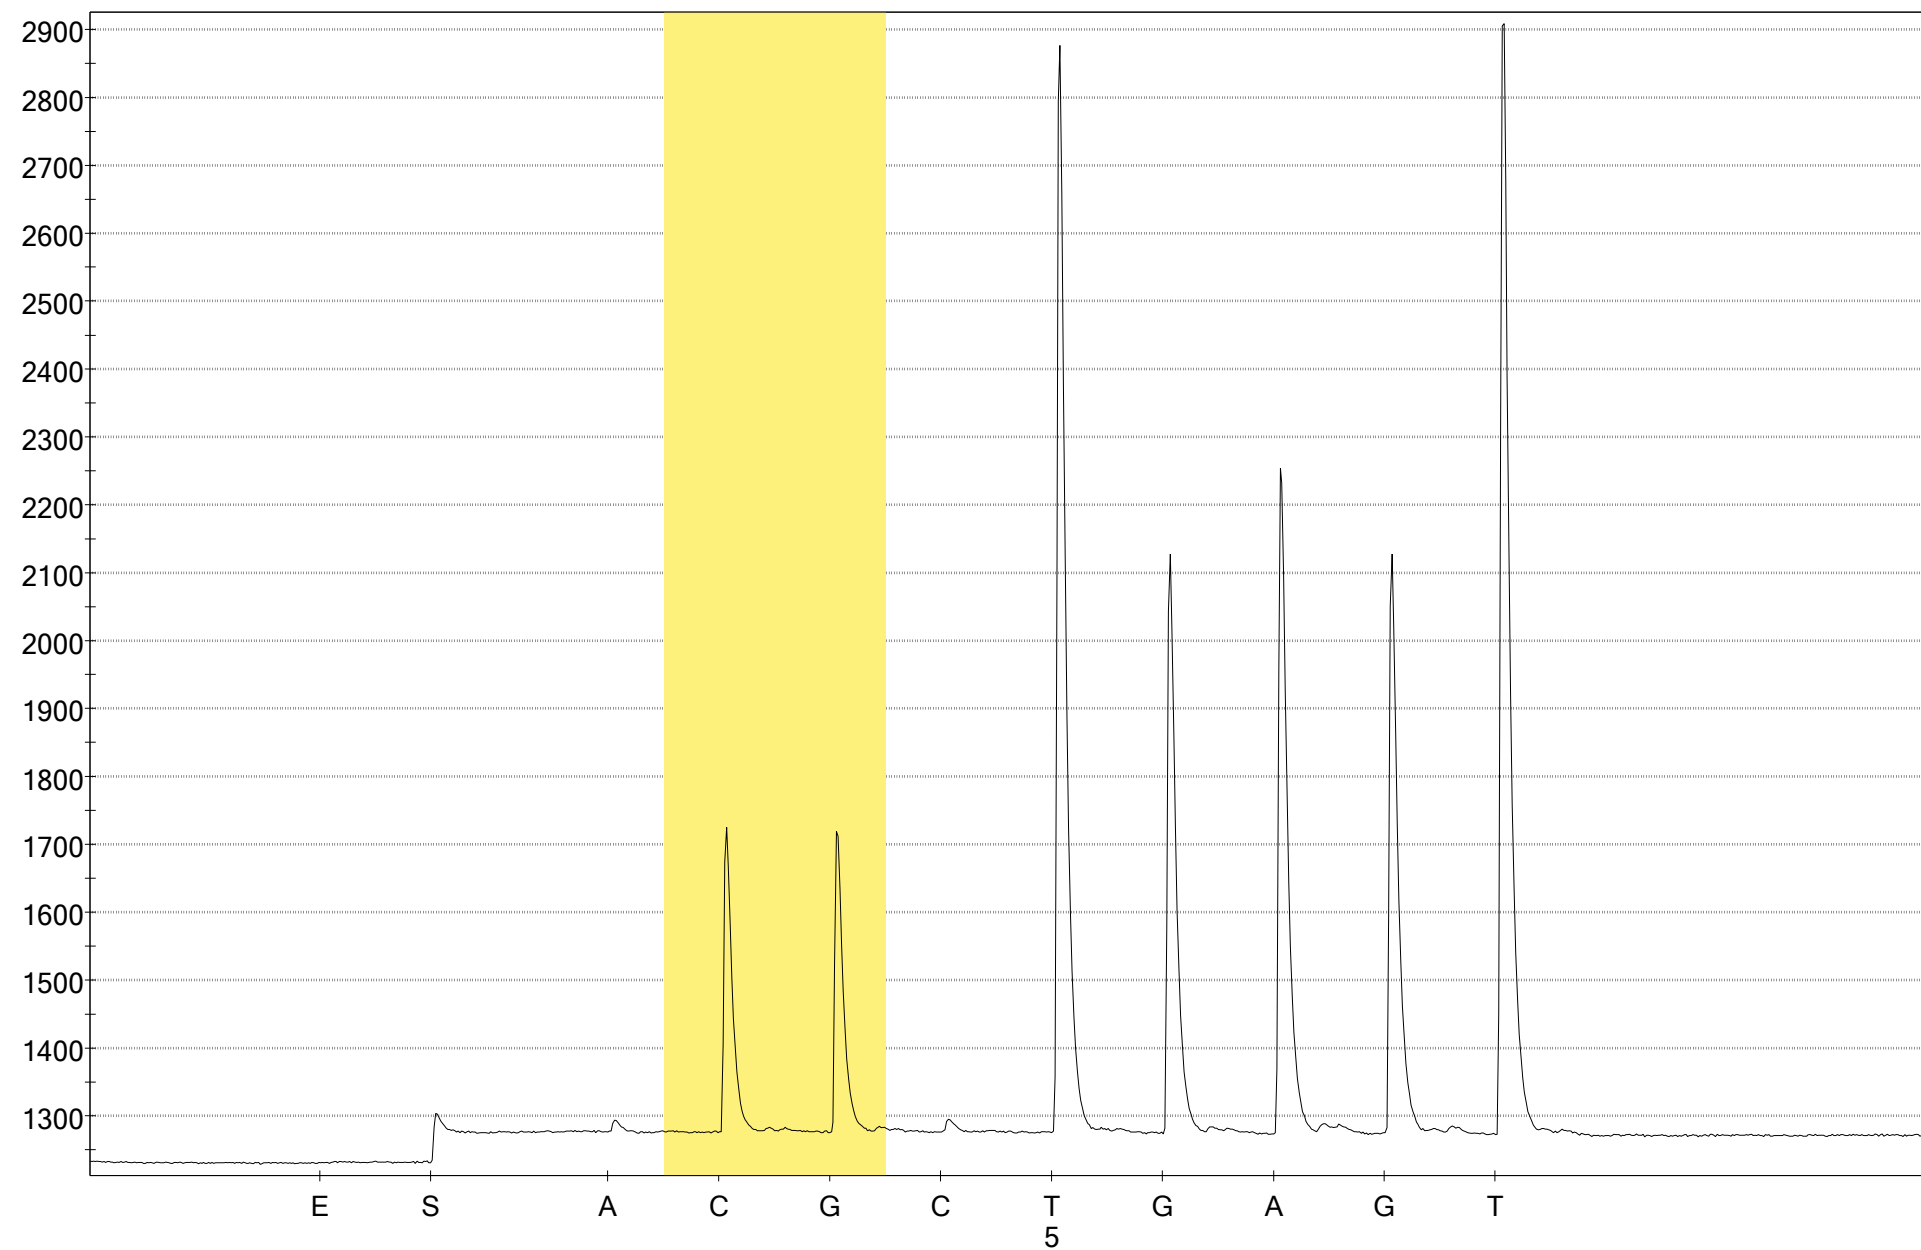

10 uL universal (141+157) - Well D7

Entry: AK011885

1: C: 50.5% / G: 49.5%

(Passed)

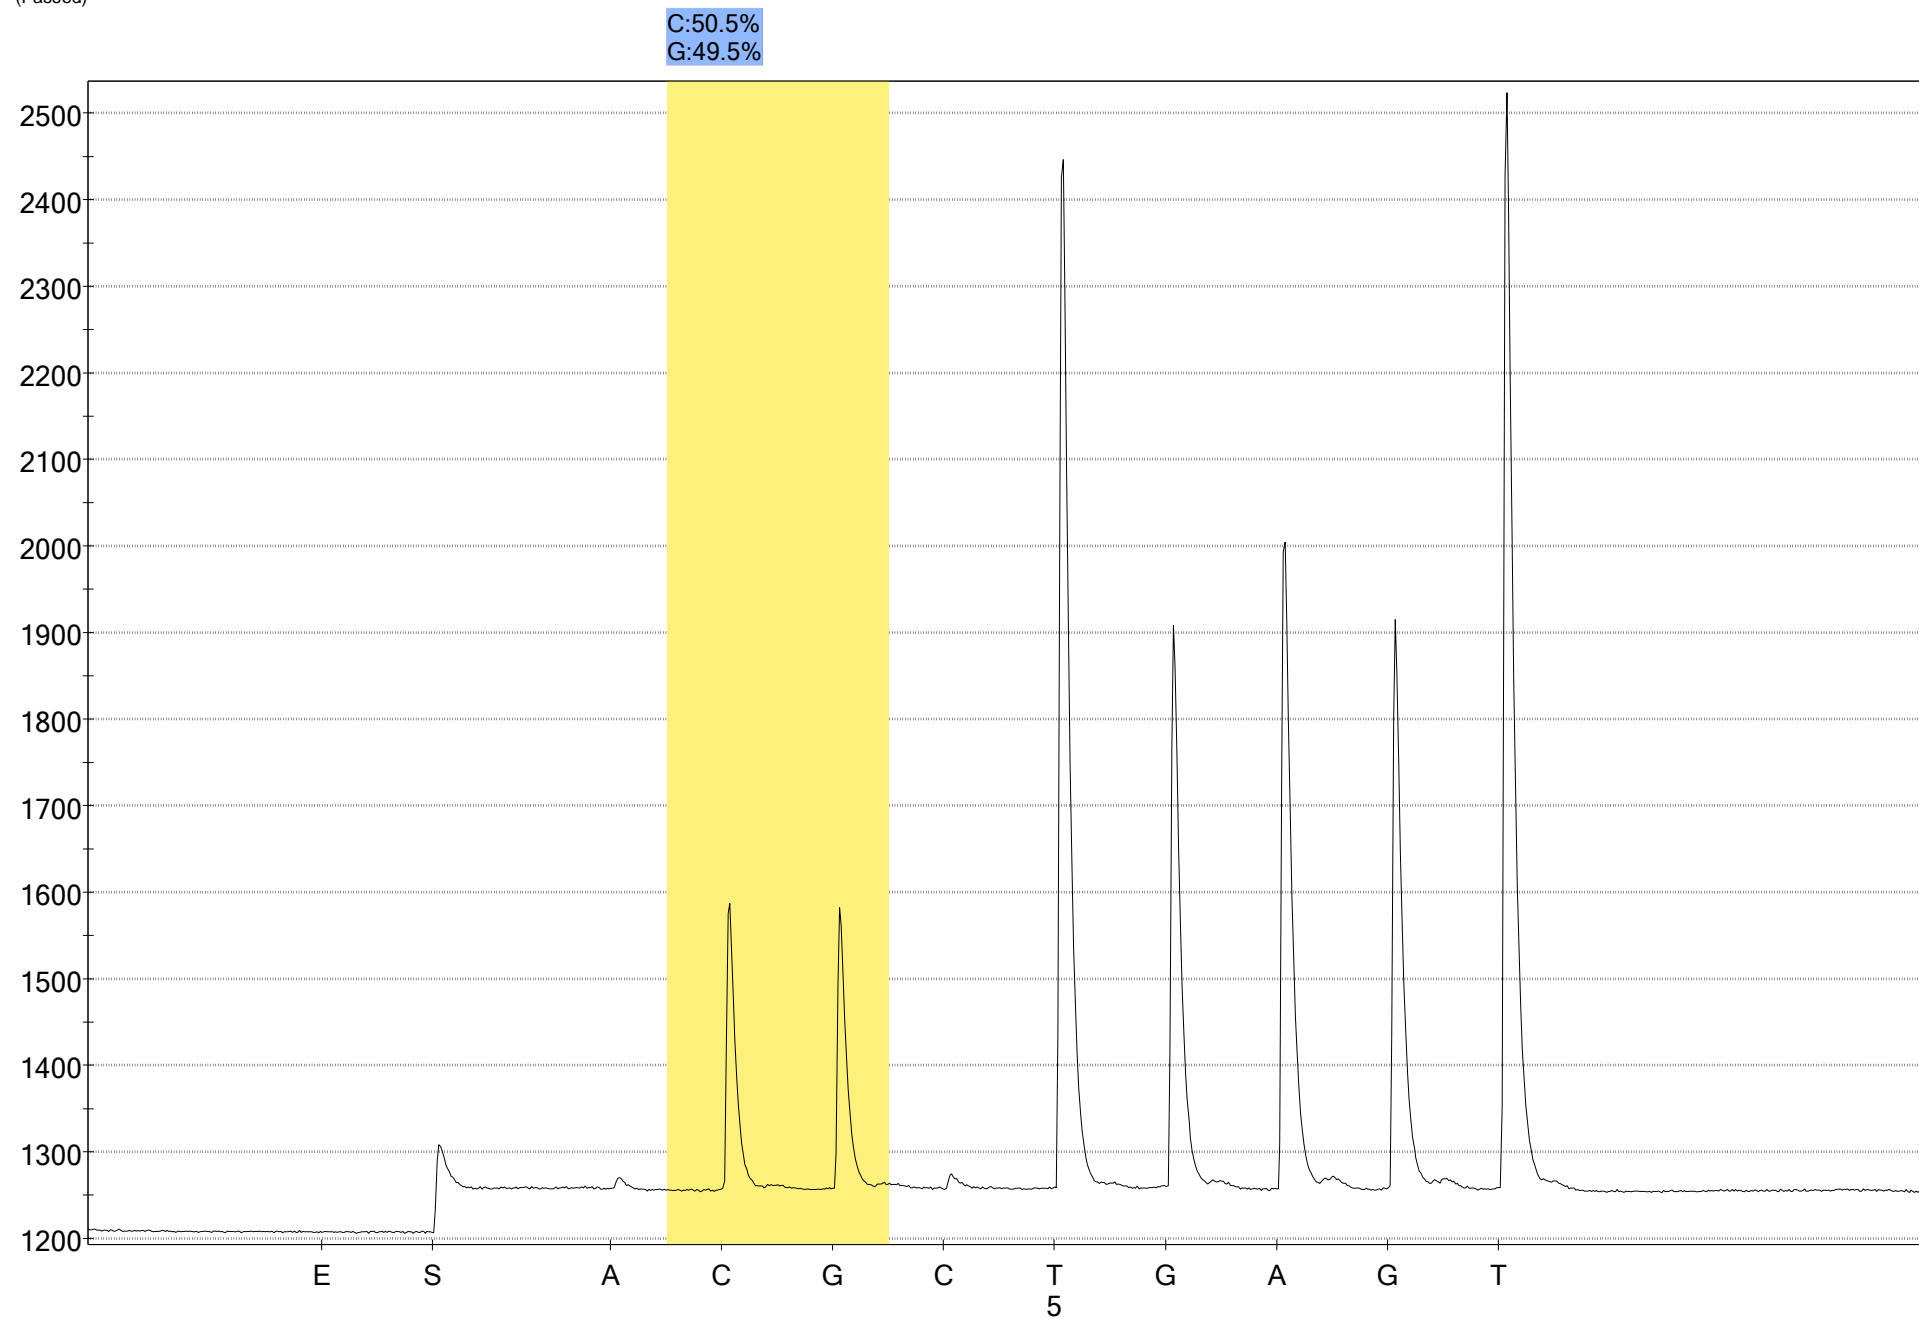

145 - Well D1  
Entry: AK011885  
1: C: 51.4% / G: 48.6%  
(Passed)

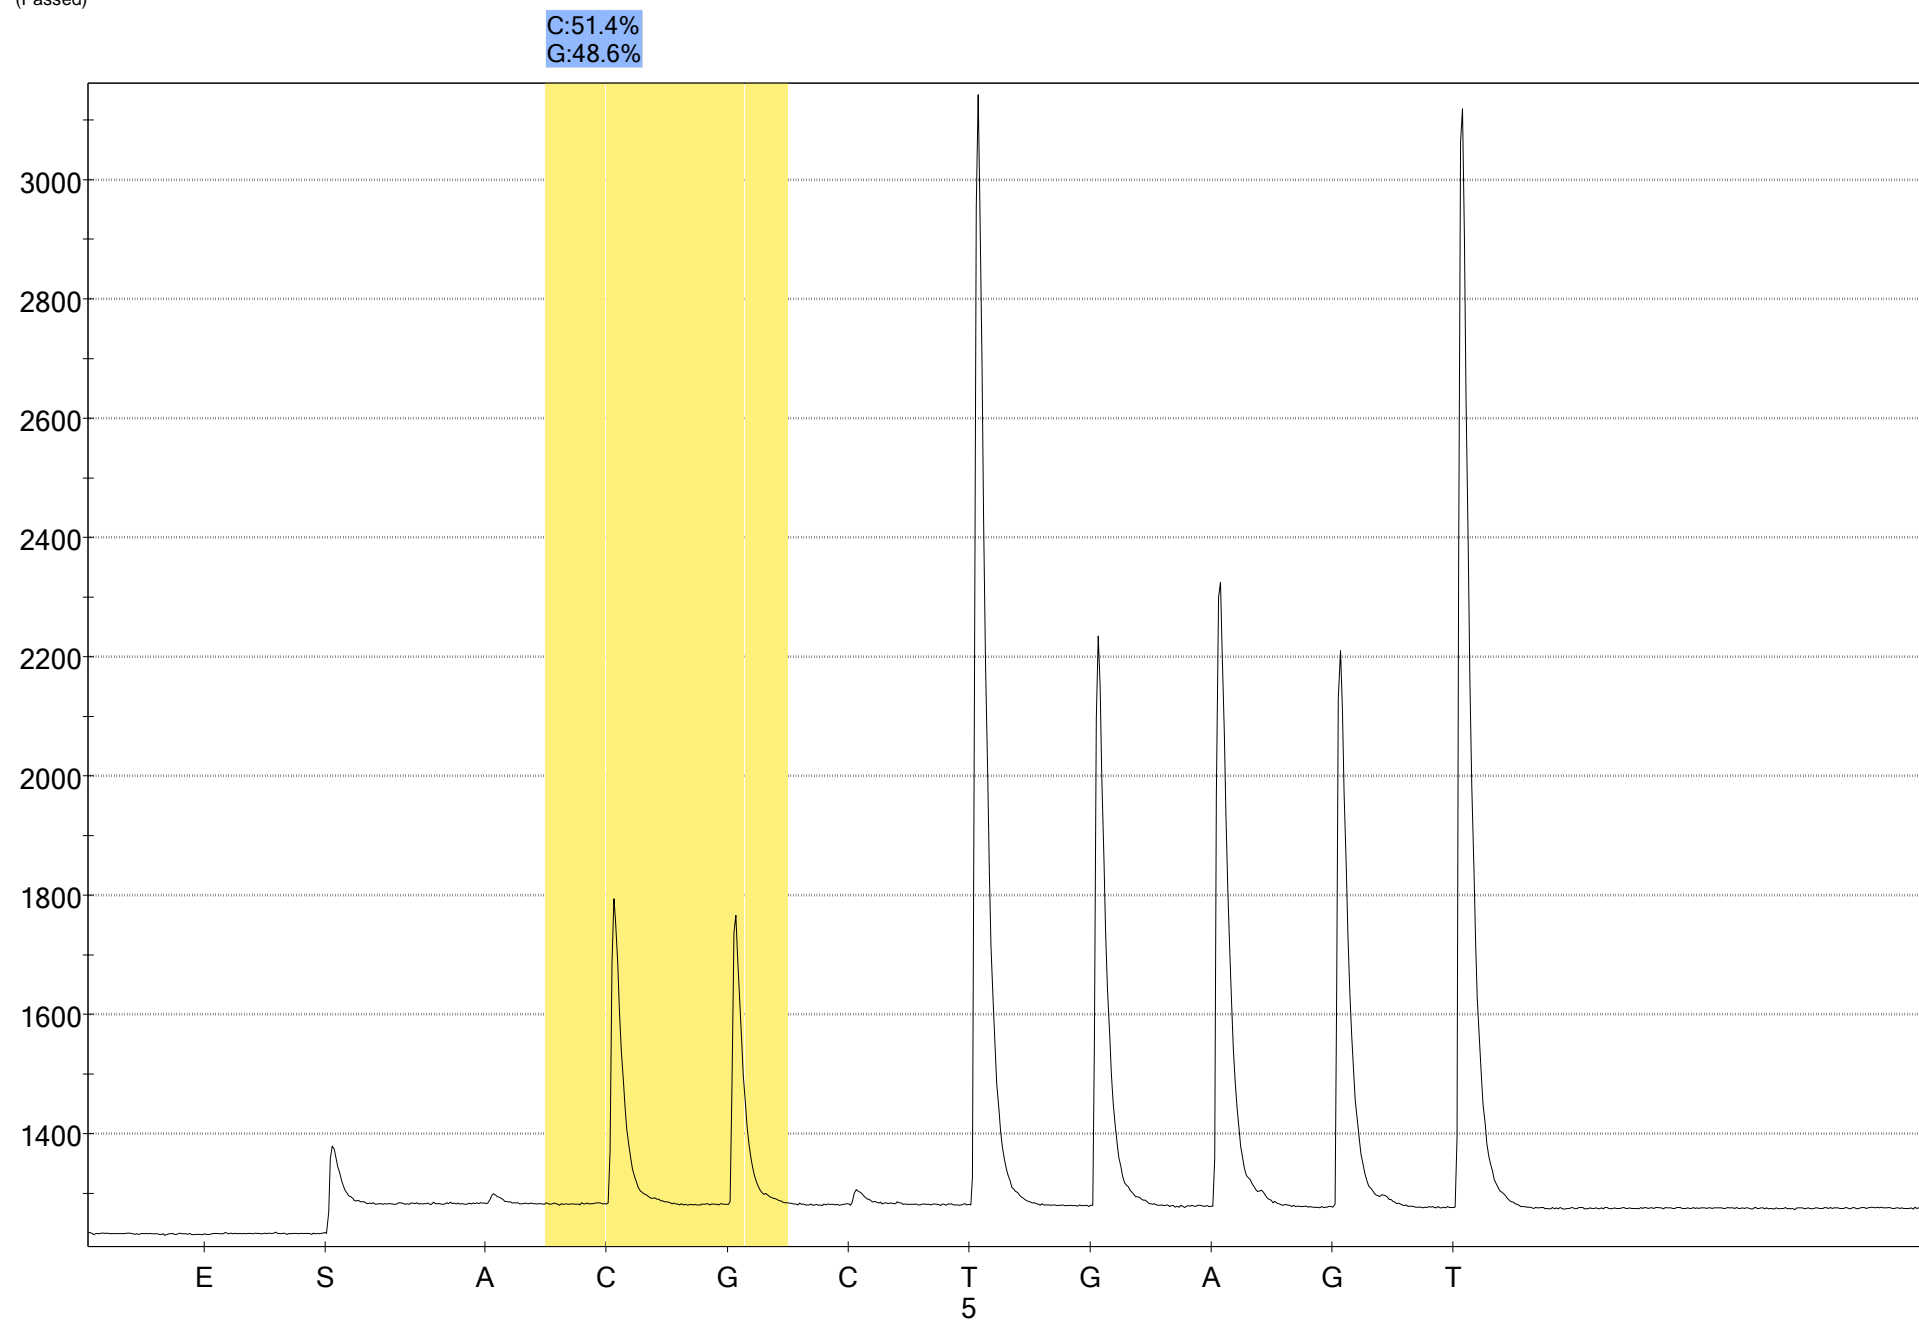

dna - Well D1  
Entry: AK011885  
1: C: 51.3% / G: 48.7%  
(Passed)

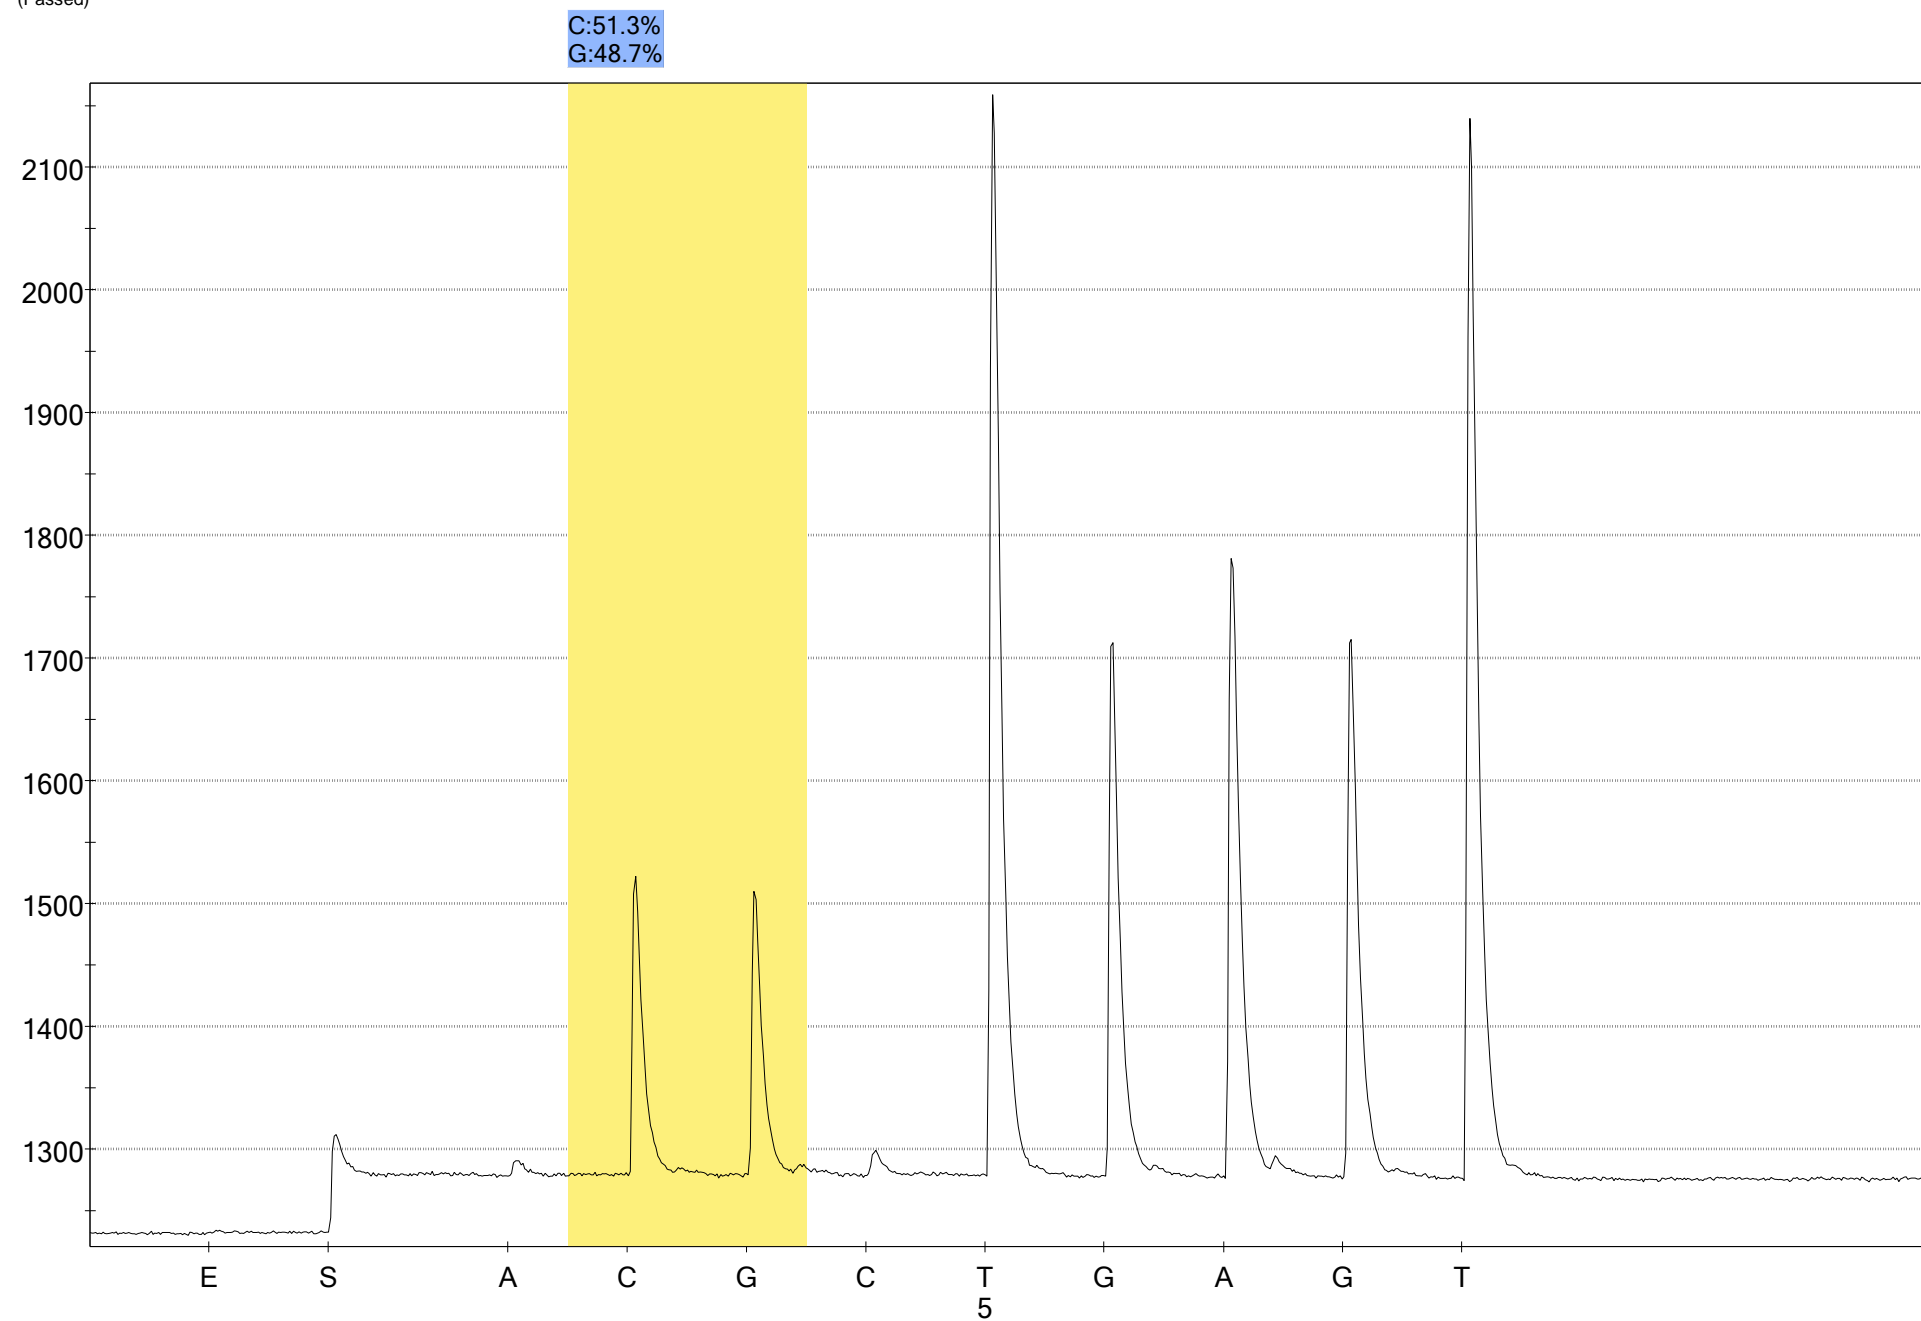

dna - Well D7  
Entry: AK011885  
1: C: 50.7% / G: 49.3%  
(Passed)

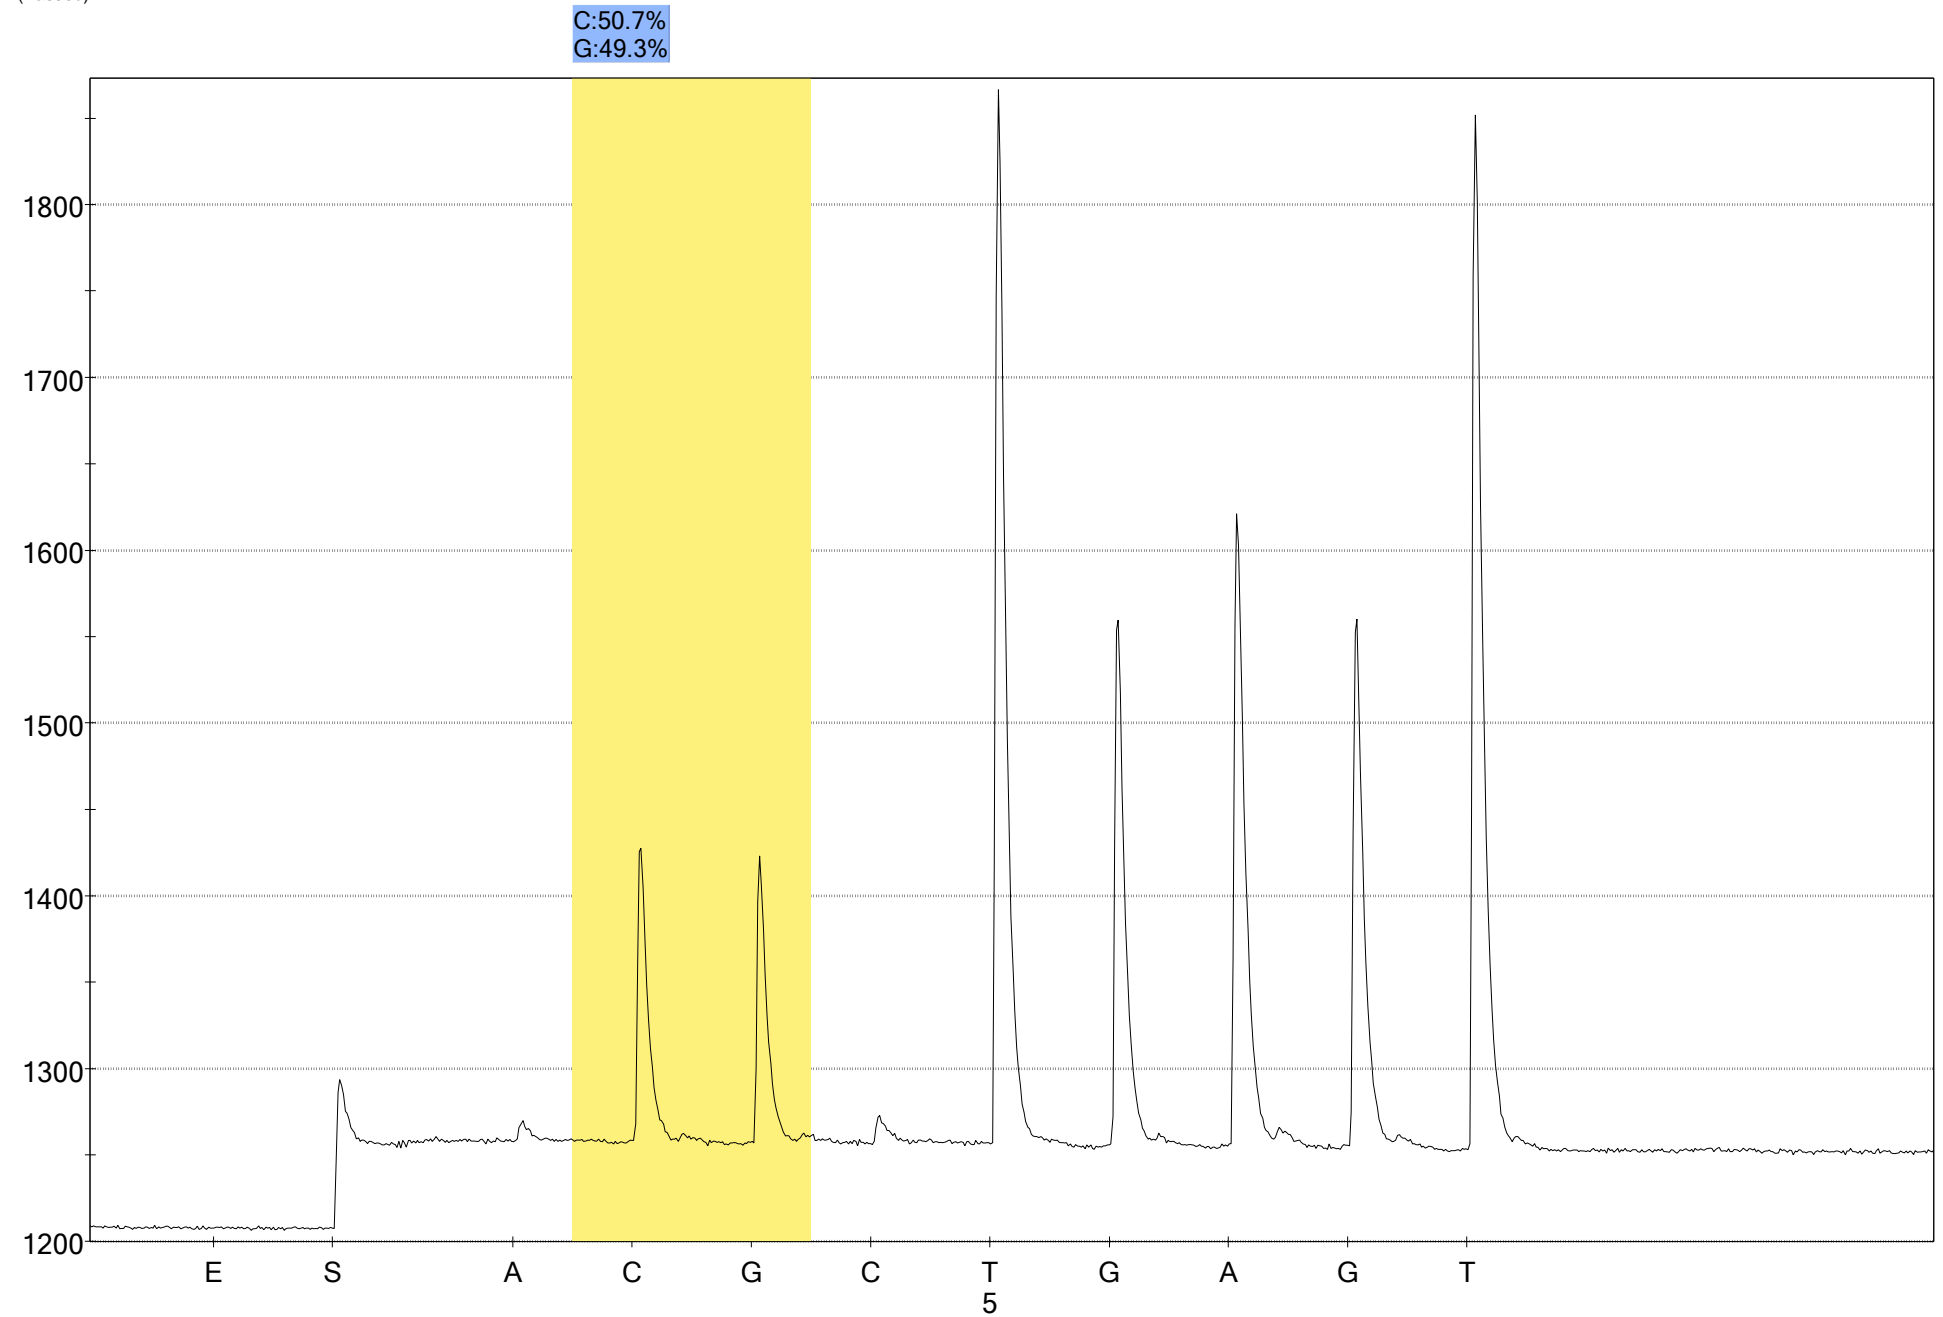

10 uL universal (141+157) - Well H1

Entry: Asb6

1: C: 55.6% / T: 44.4%

(Passed)

C:55.6%  
T:44.4%

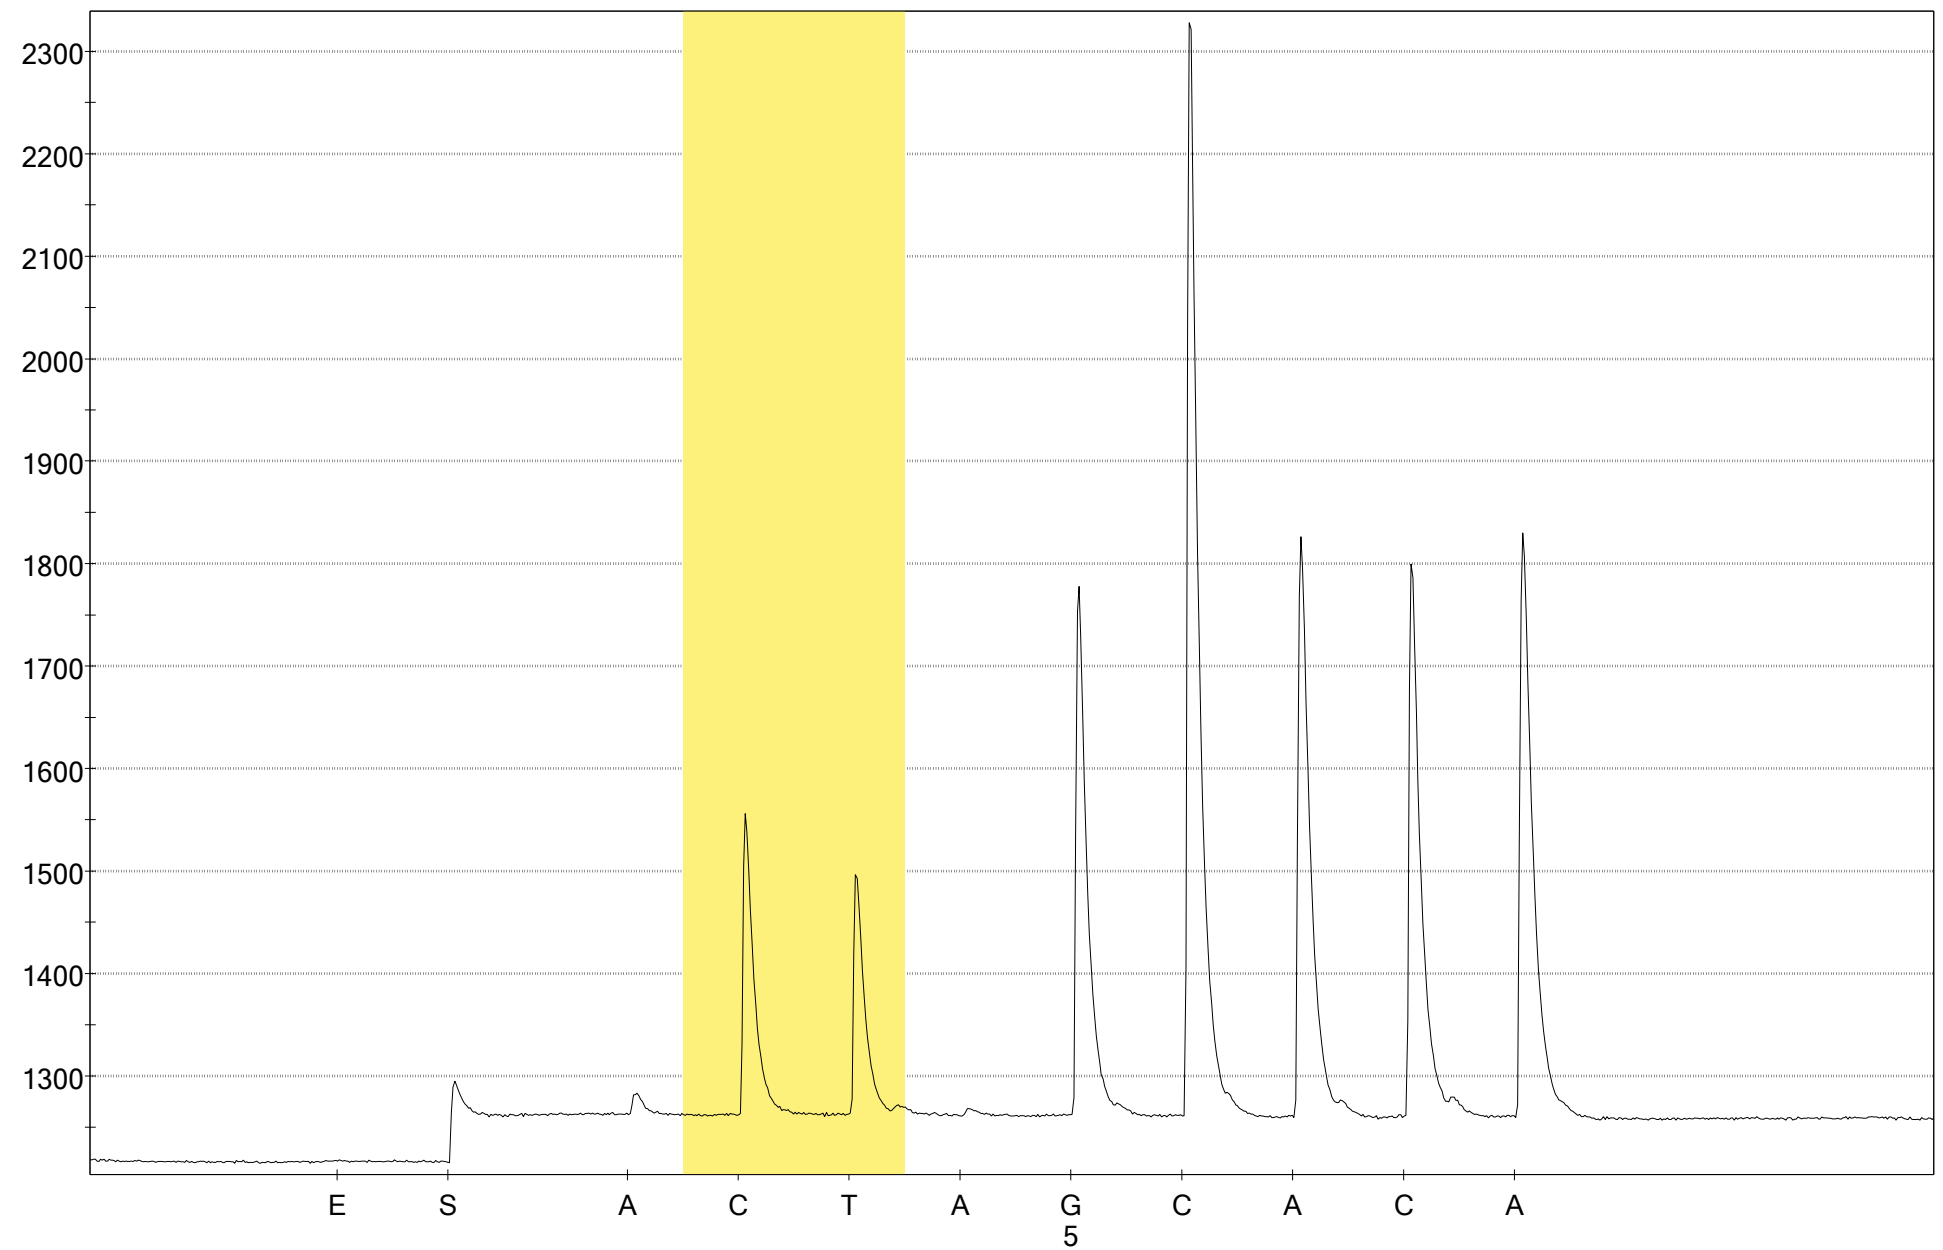

10 uL universal (141+157) - Well H7

Entry: Asb6

1: C: 55.8% / T: 44.2%

(Passed)

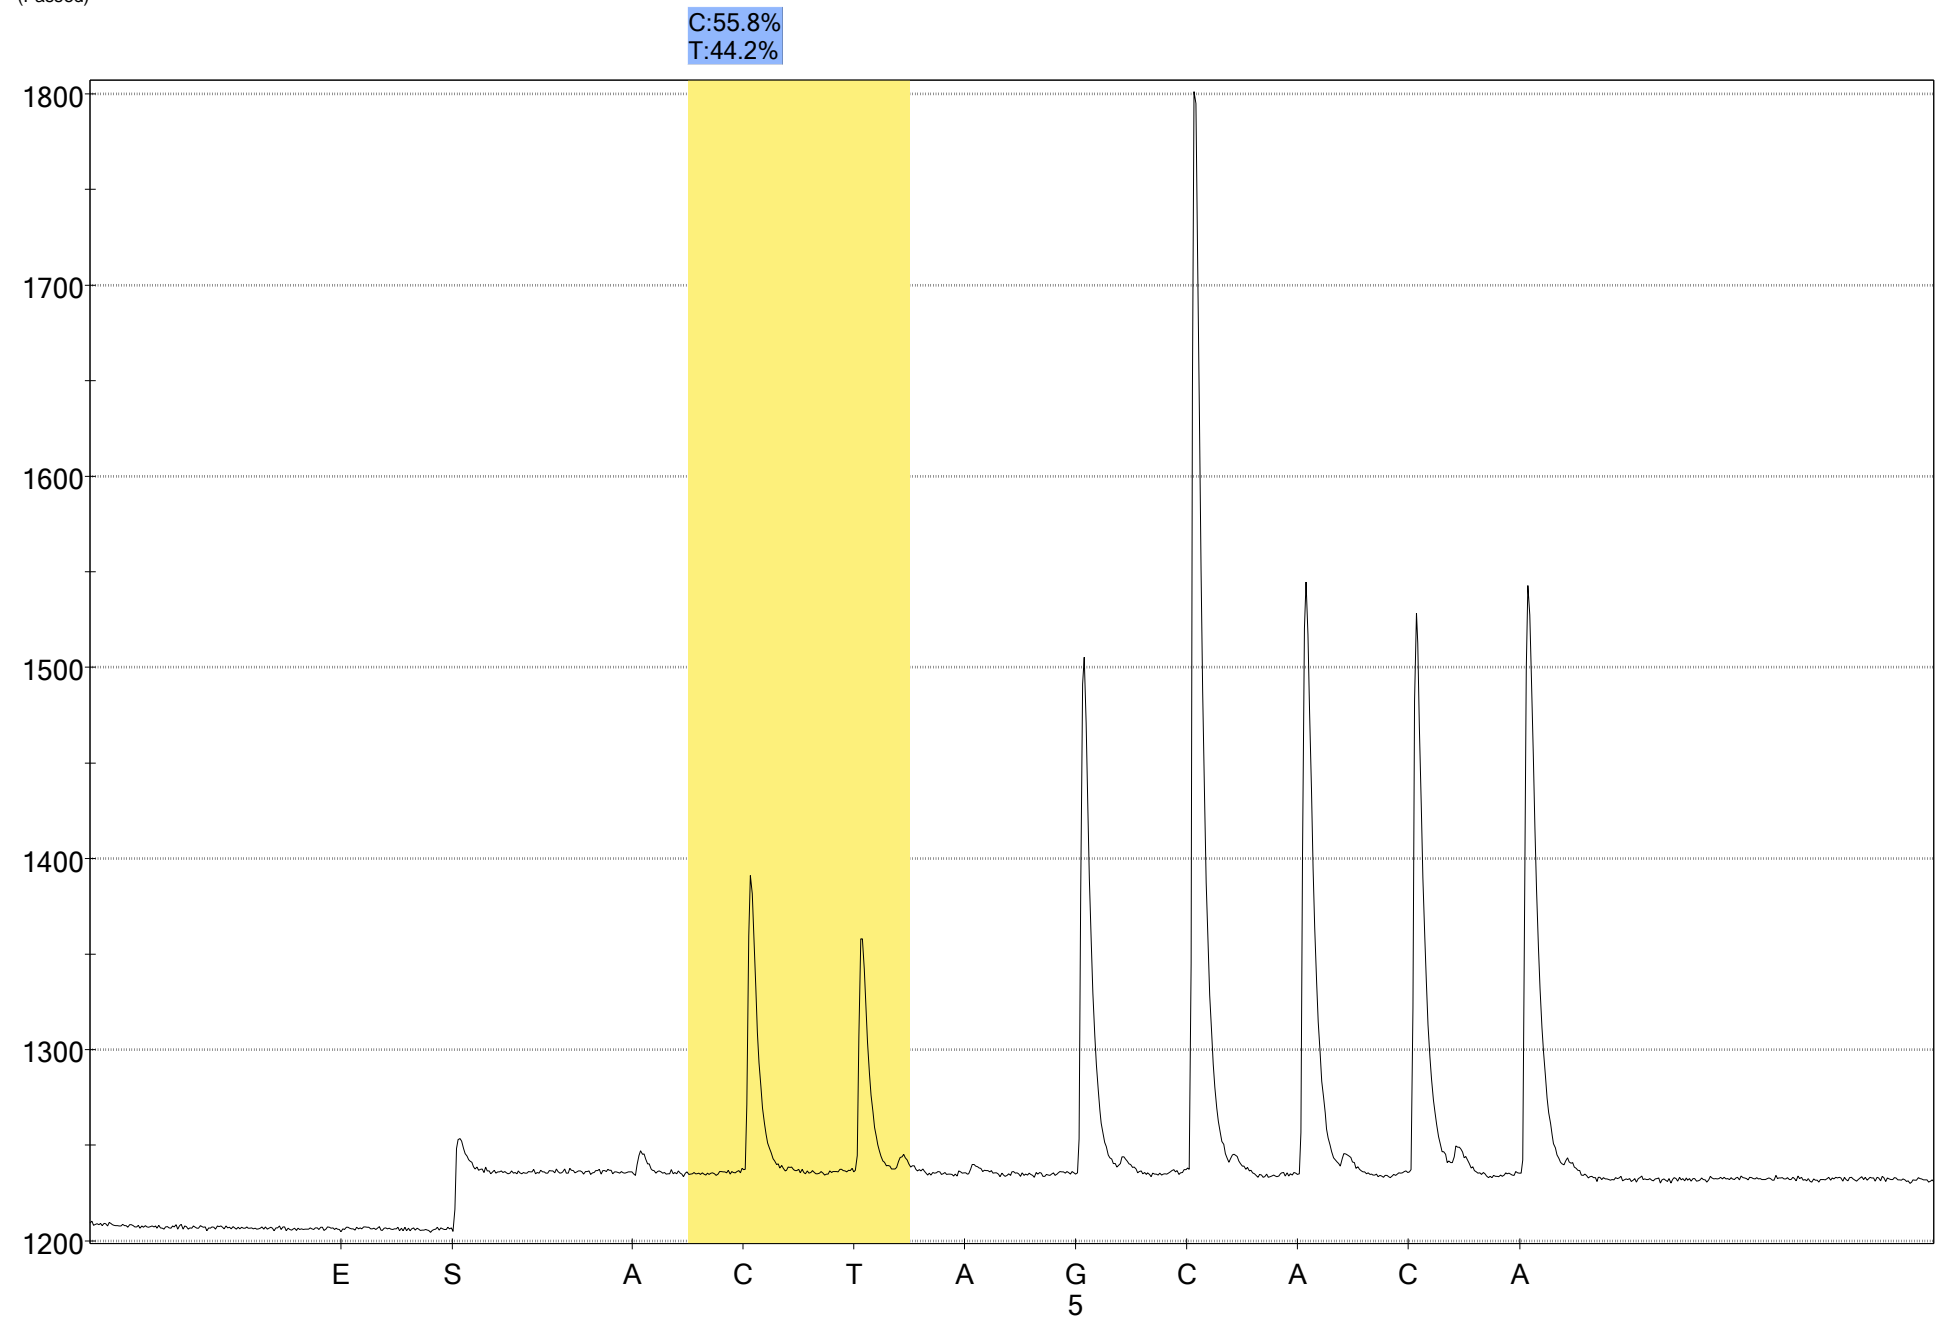

145 - Well H1  
Entry: Asb6  
1: C: 53.9% / T: 46.1%  
(Passed)

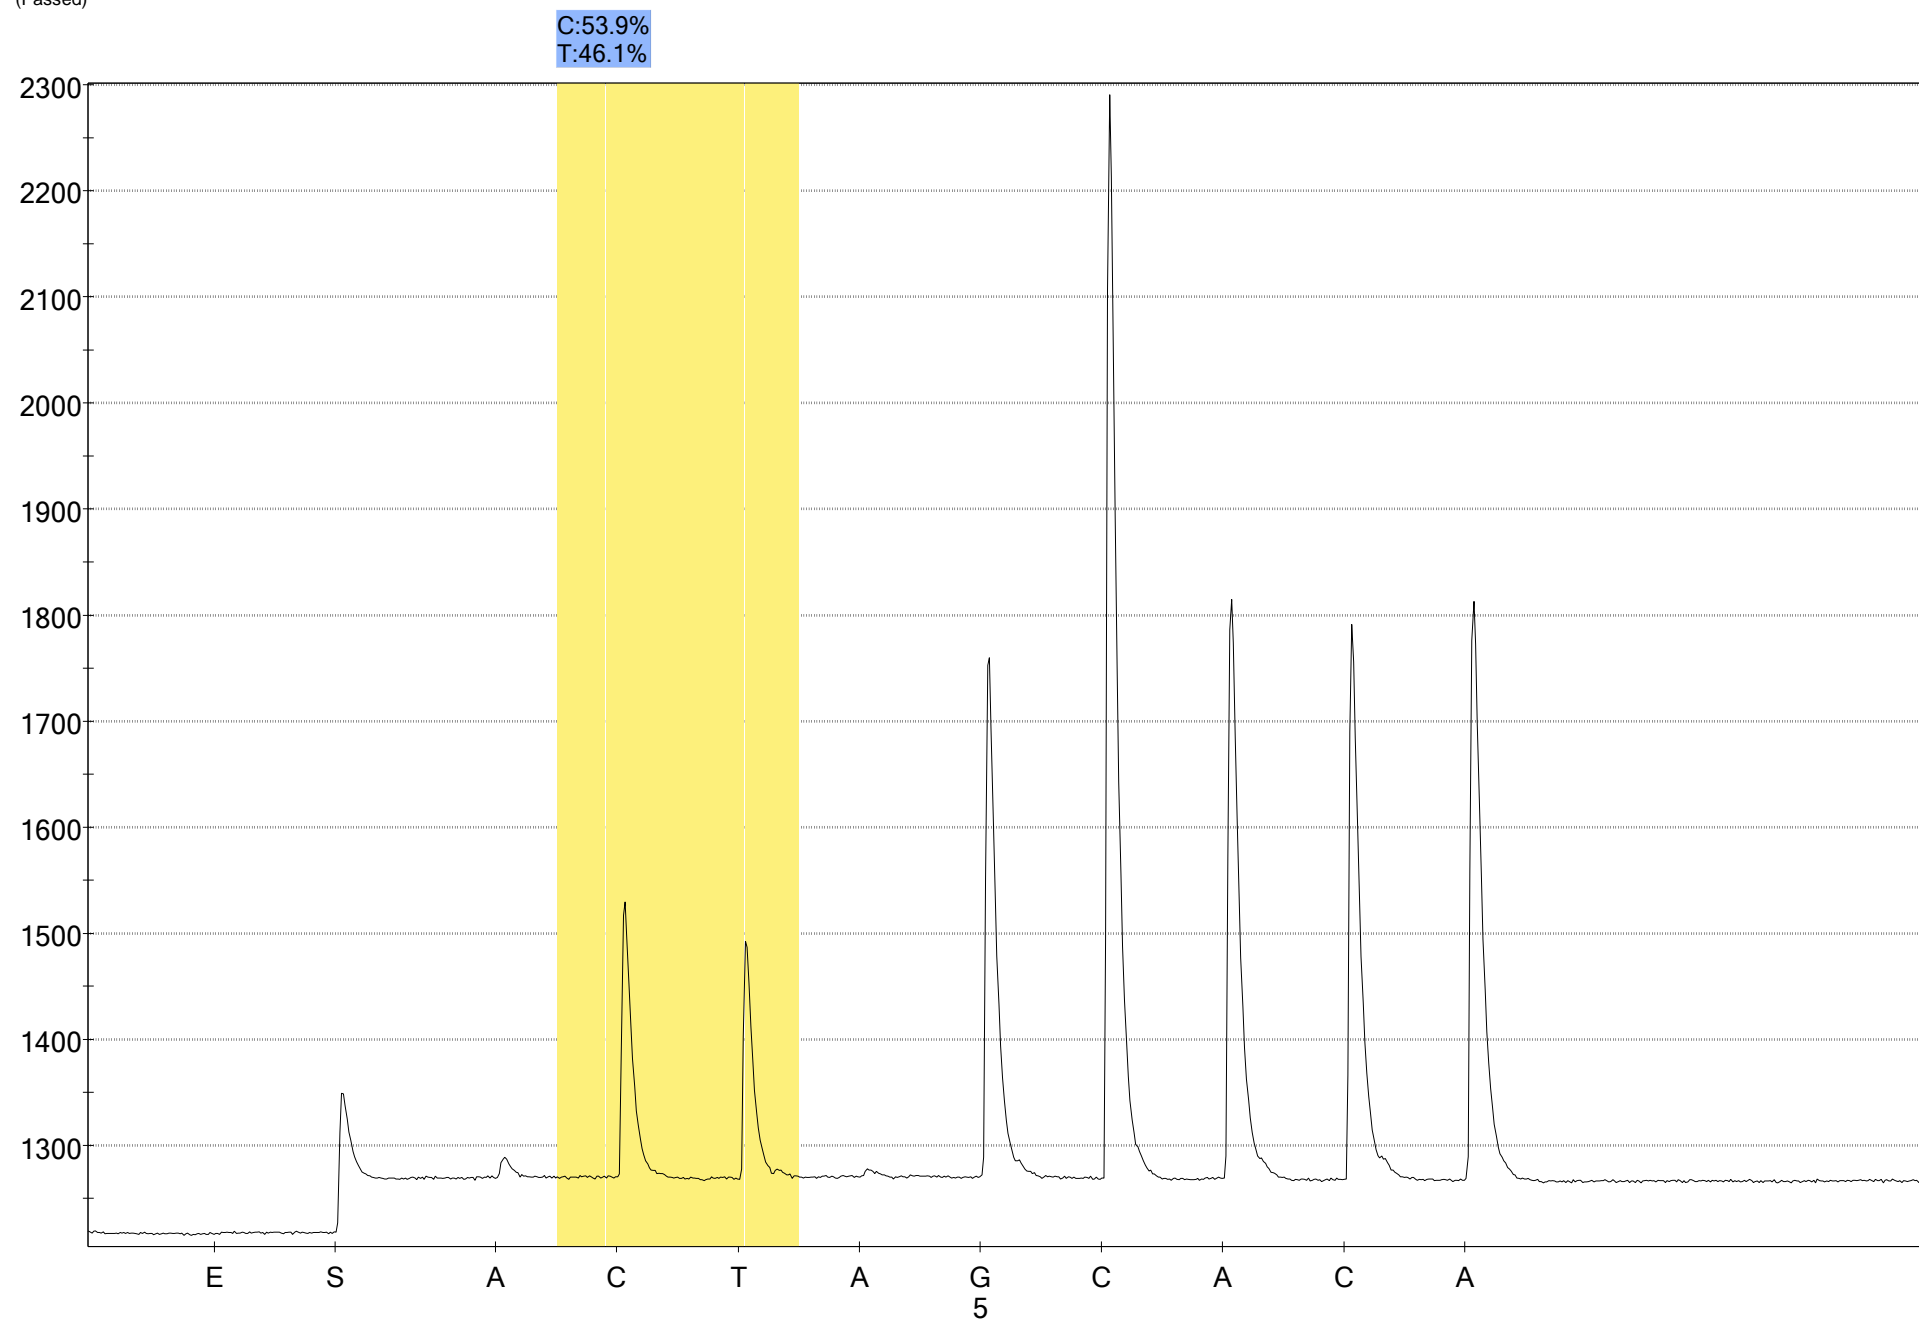

dna - Well H1  
Entry: Asb6  
1: C: 51.6% / T: 48.4%  
(Passed)

C:51.6%  
T:48.4%

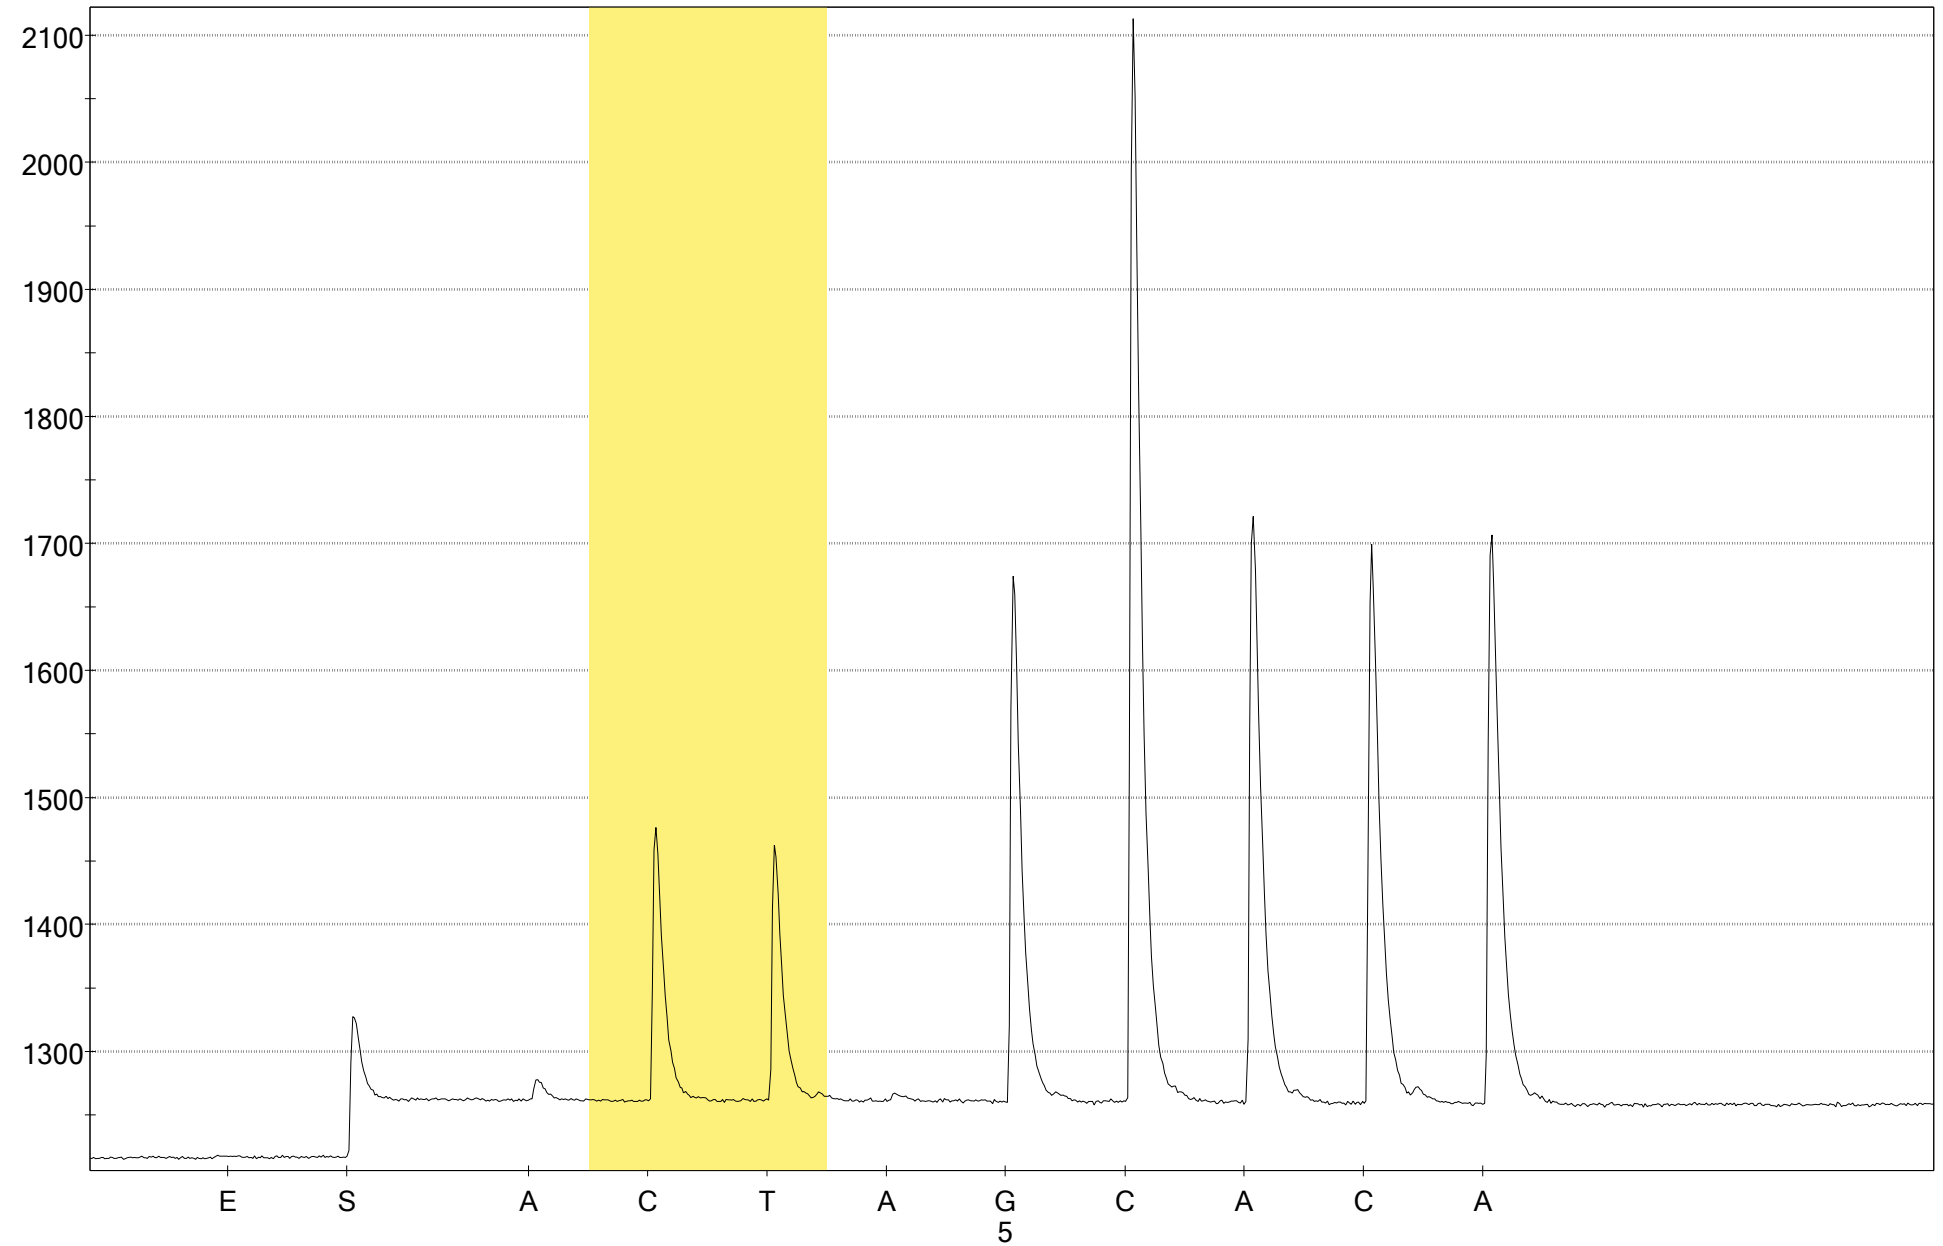

dna - Well H7  
Entry: Asb6  
1: C: 51.4% / T: 48.6%  
(Passed)

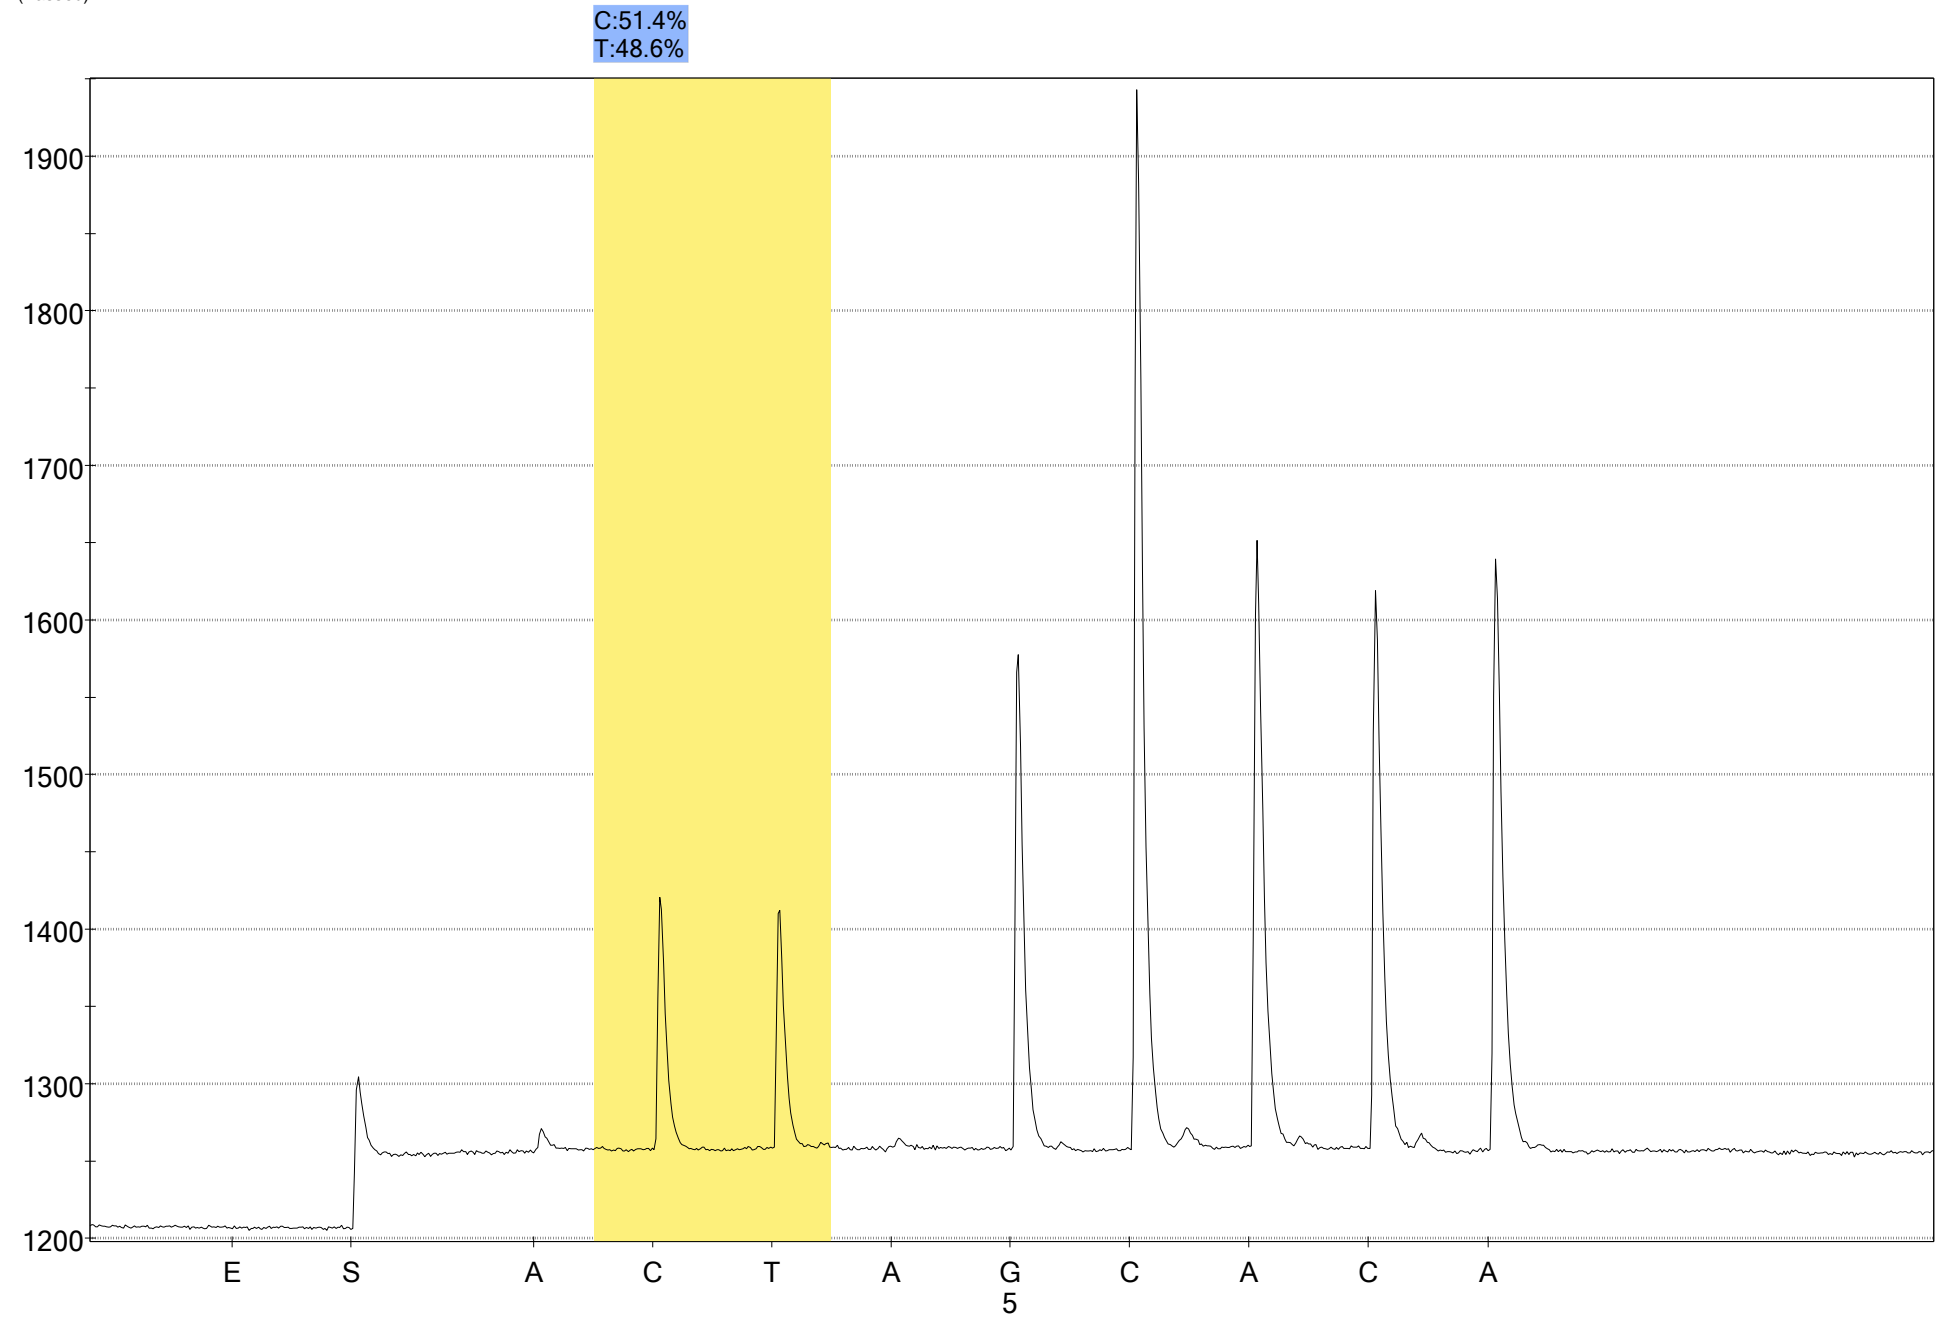

10 uL universal (141+157) - Well H2  
Entry: Chmp1a  
1: G: 12.2% / T: 87.8%  
(Passed)

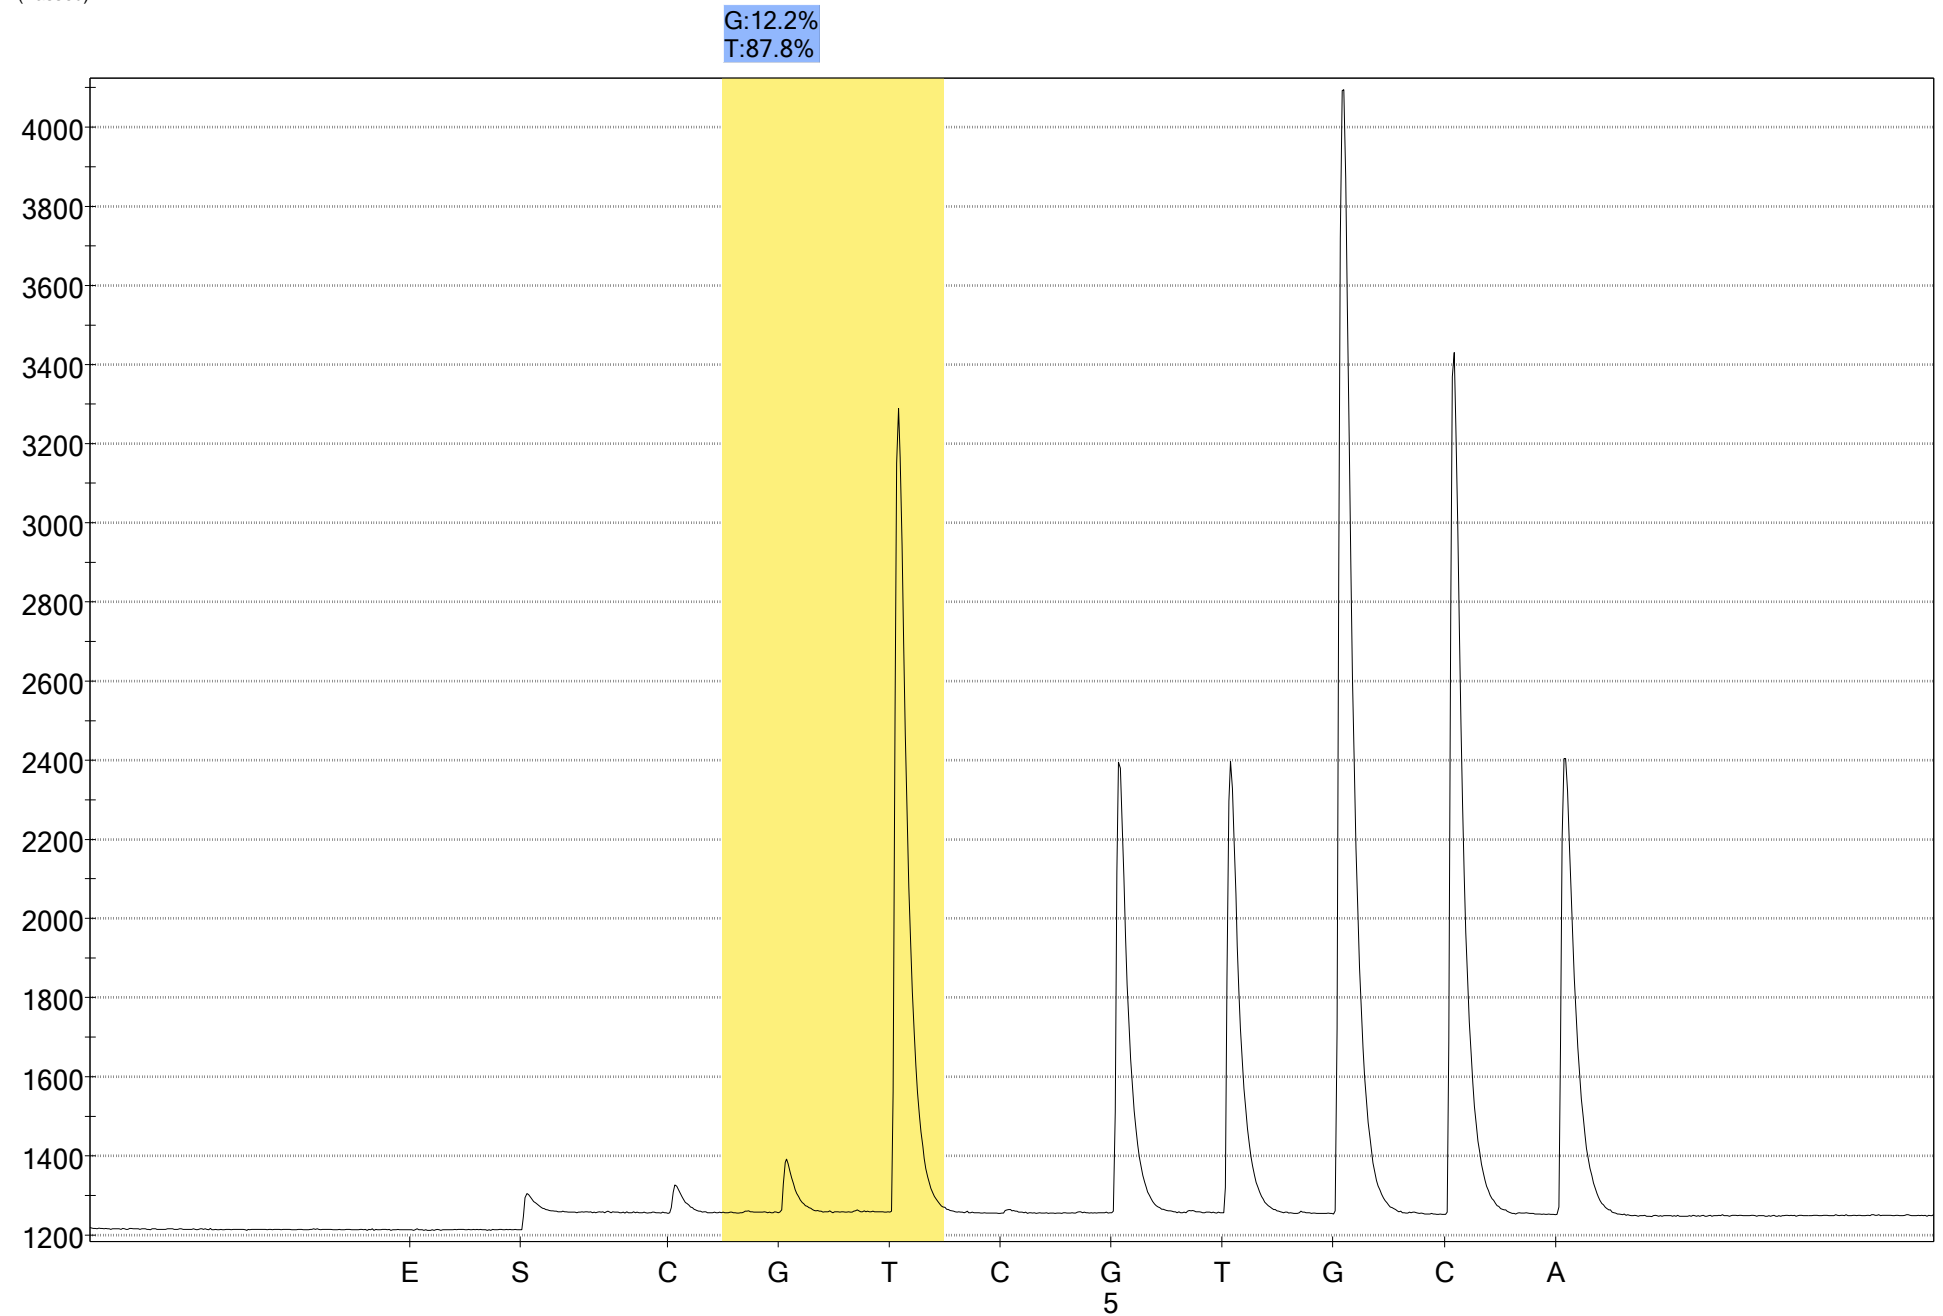

10 uL universal (141+157) - Well H8

Entry: Chmp1a

1: G: 17.9% / T: 82.1%

(Passed)

G:17.9%  
T:82.1%

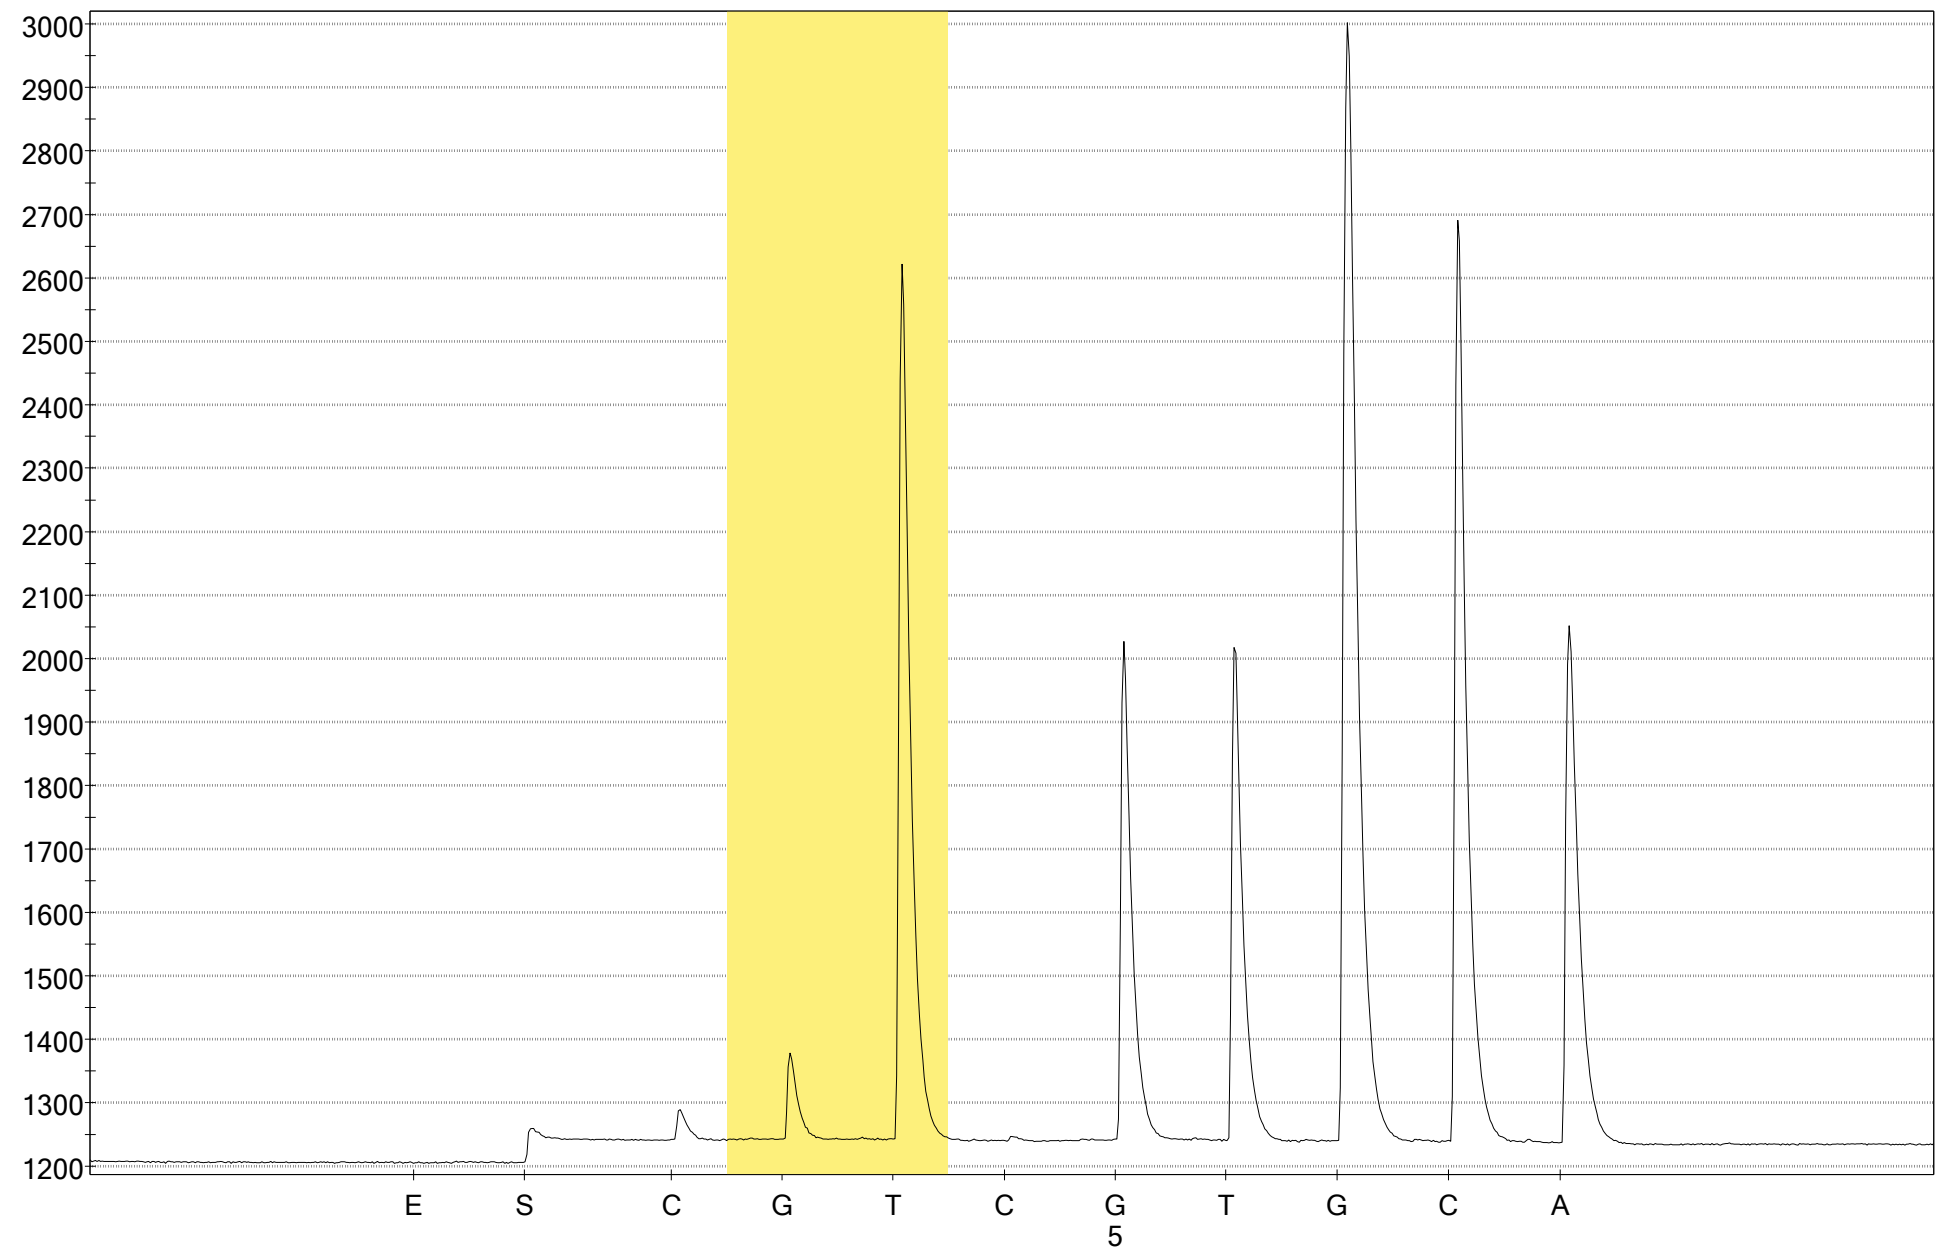

145 - Well H2  
Entry: Chmp1a  
1: G: 15.4% / T: 84.6%  
(Passed)

G:15.4%  
T:84.6%

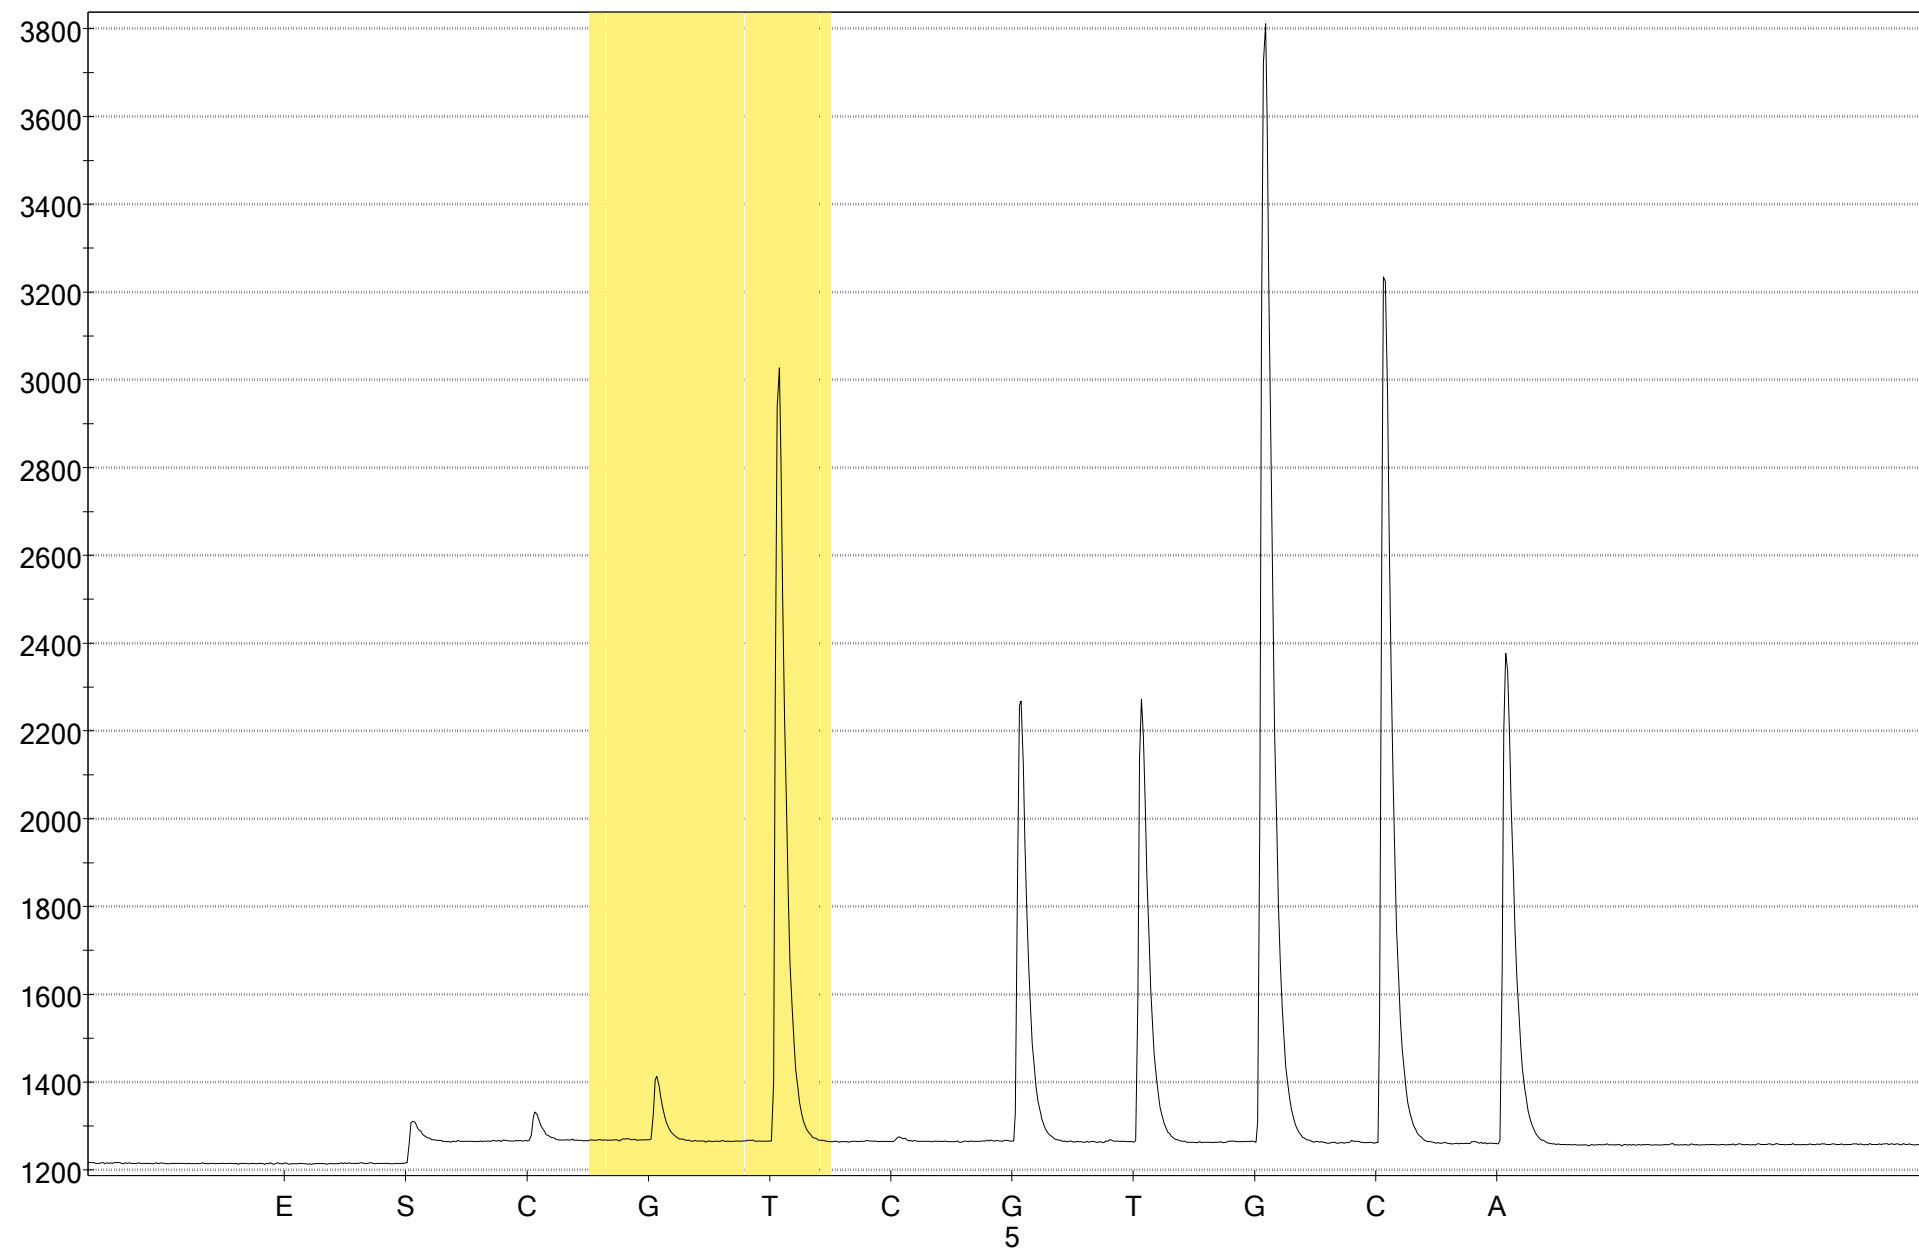

dna - Well H2  
Entry: Chmp1a  
1: G: 62.9% / T: 37.1%  
(Passed)

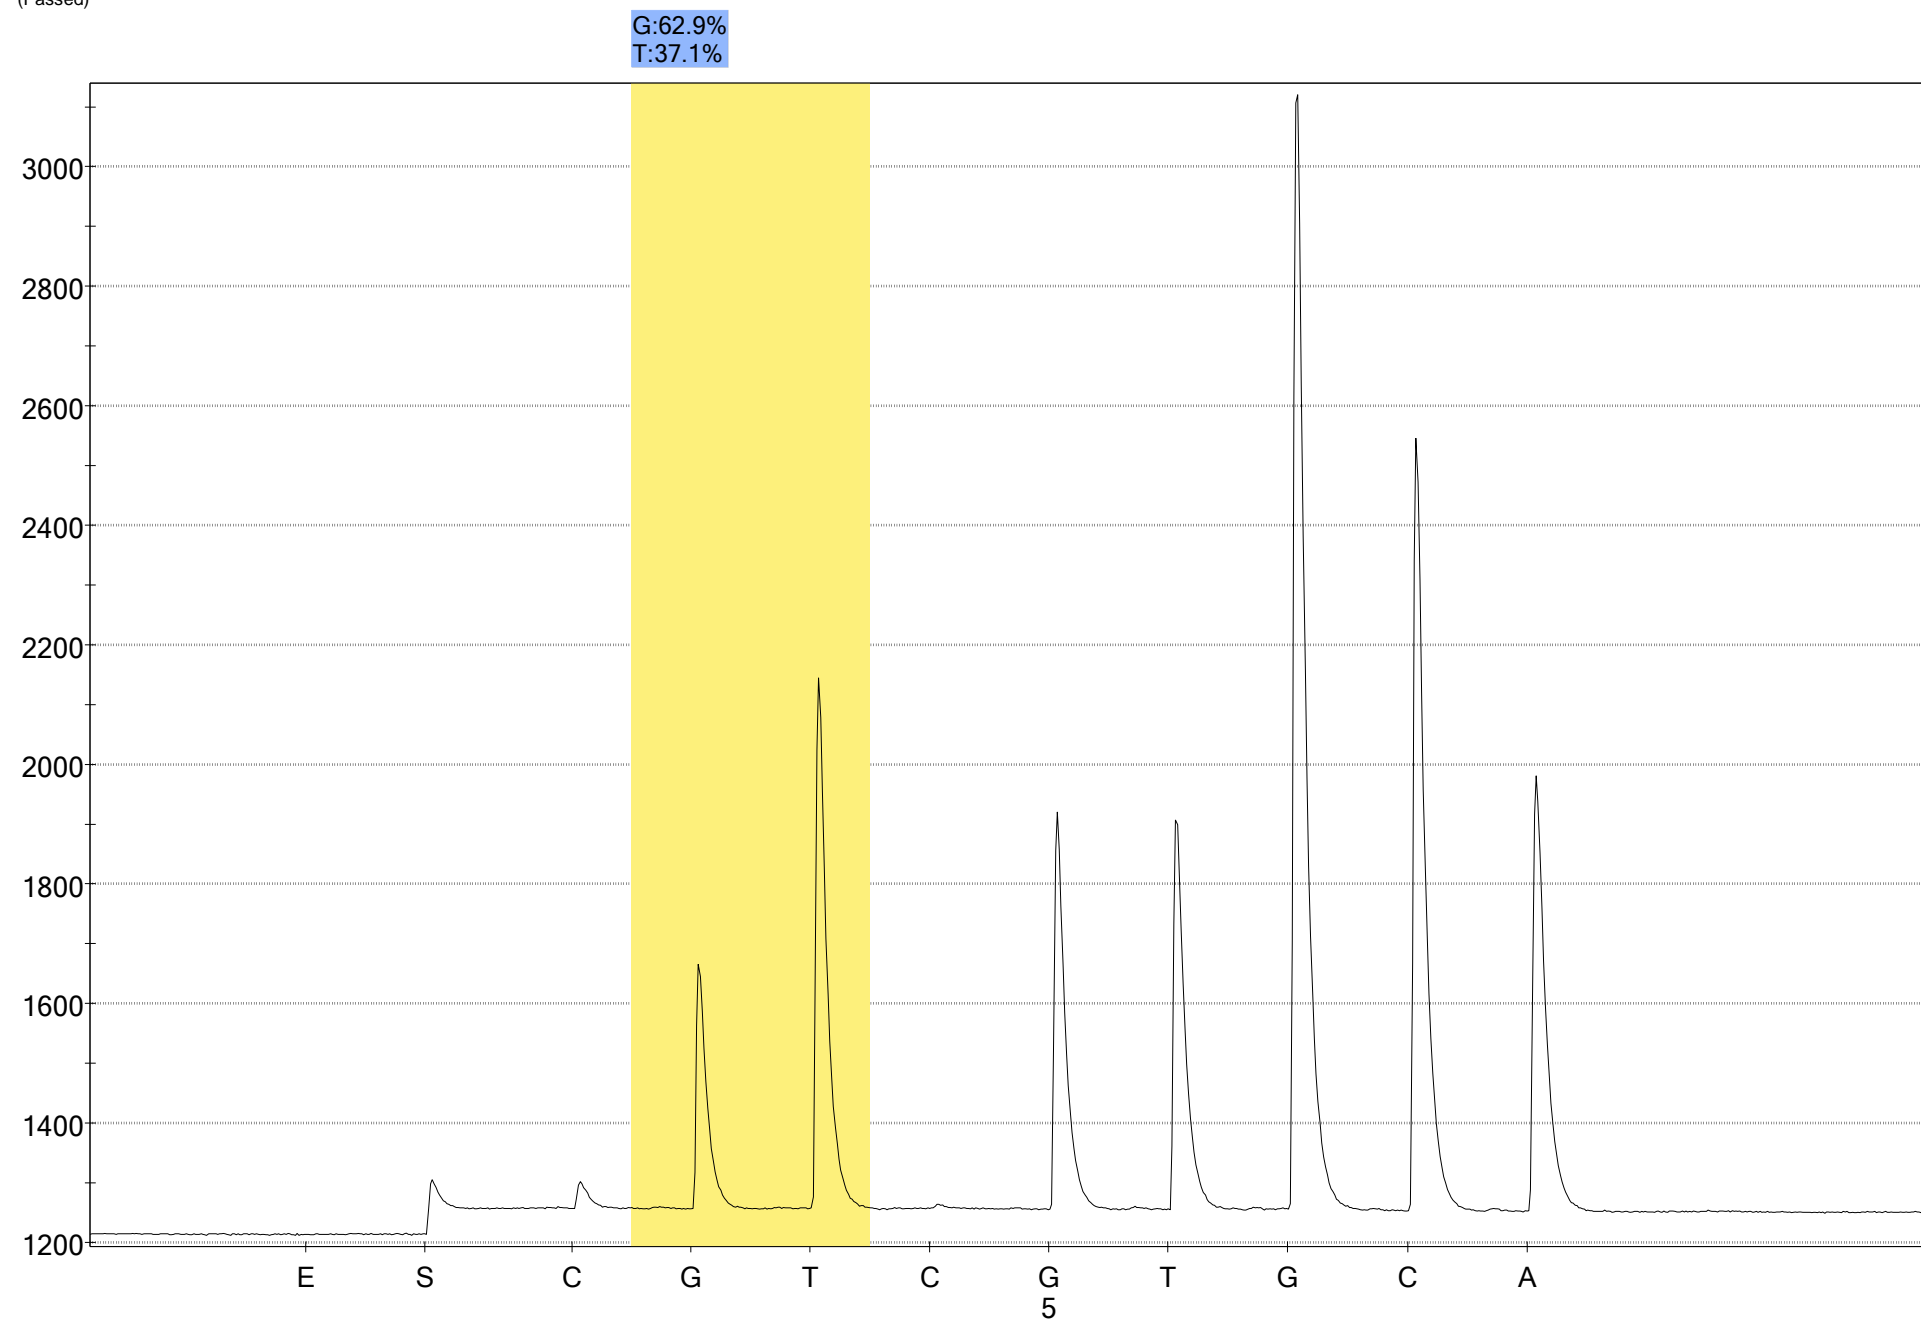

dna - Well H8  
Entry: Chmp1a  
1: G: 70.5% / T: 29.5%  
(Passed)

G:70.5%  
T:29.5%

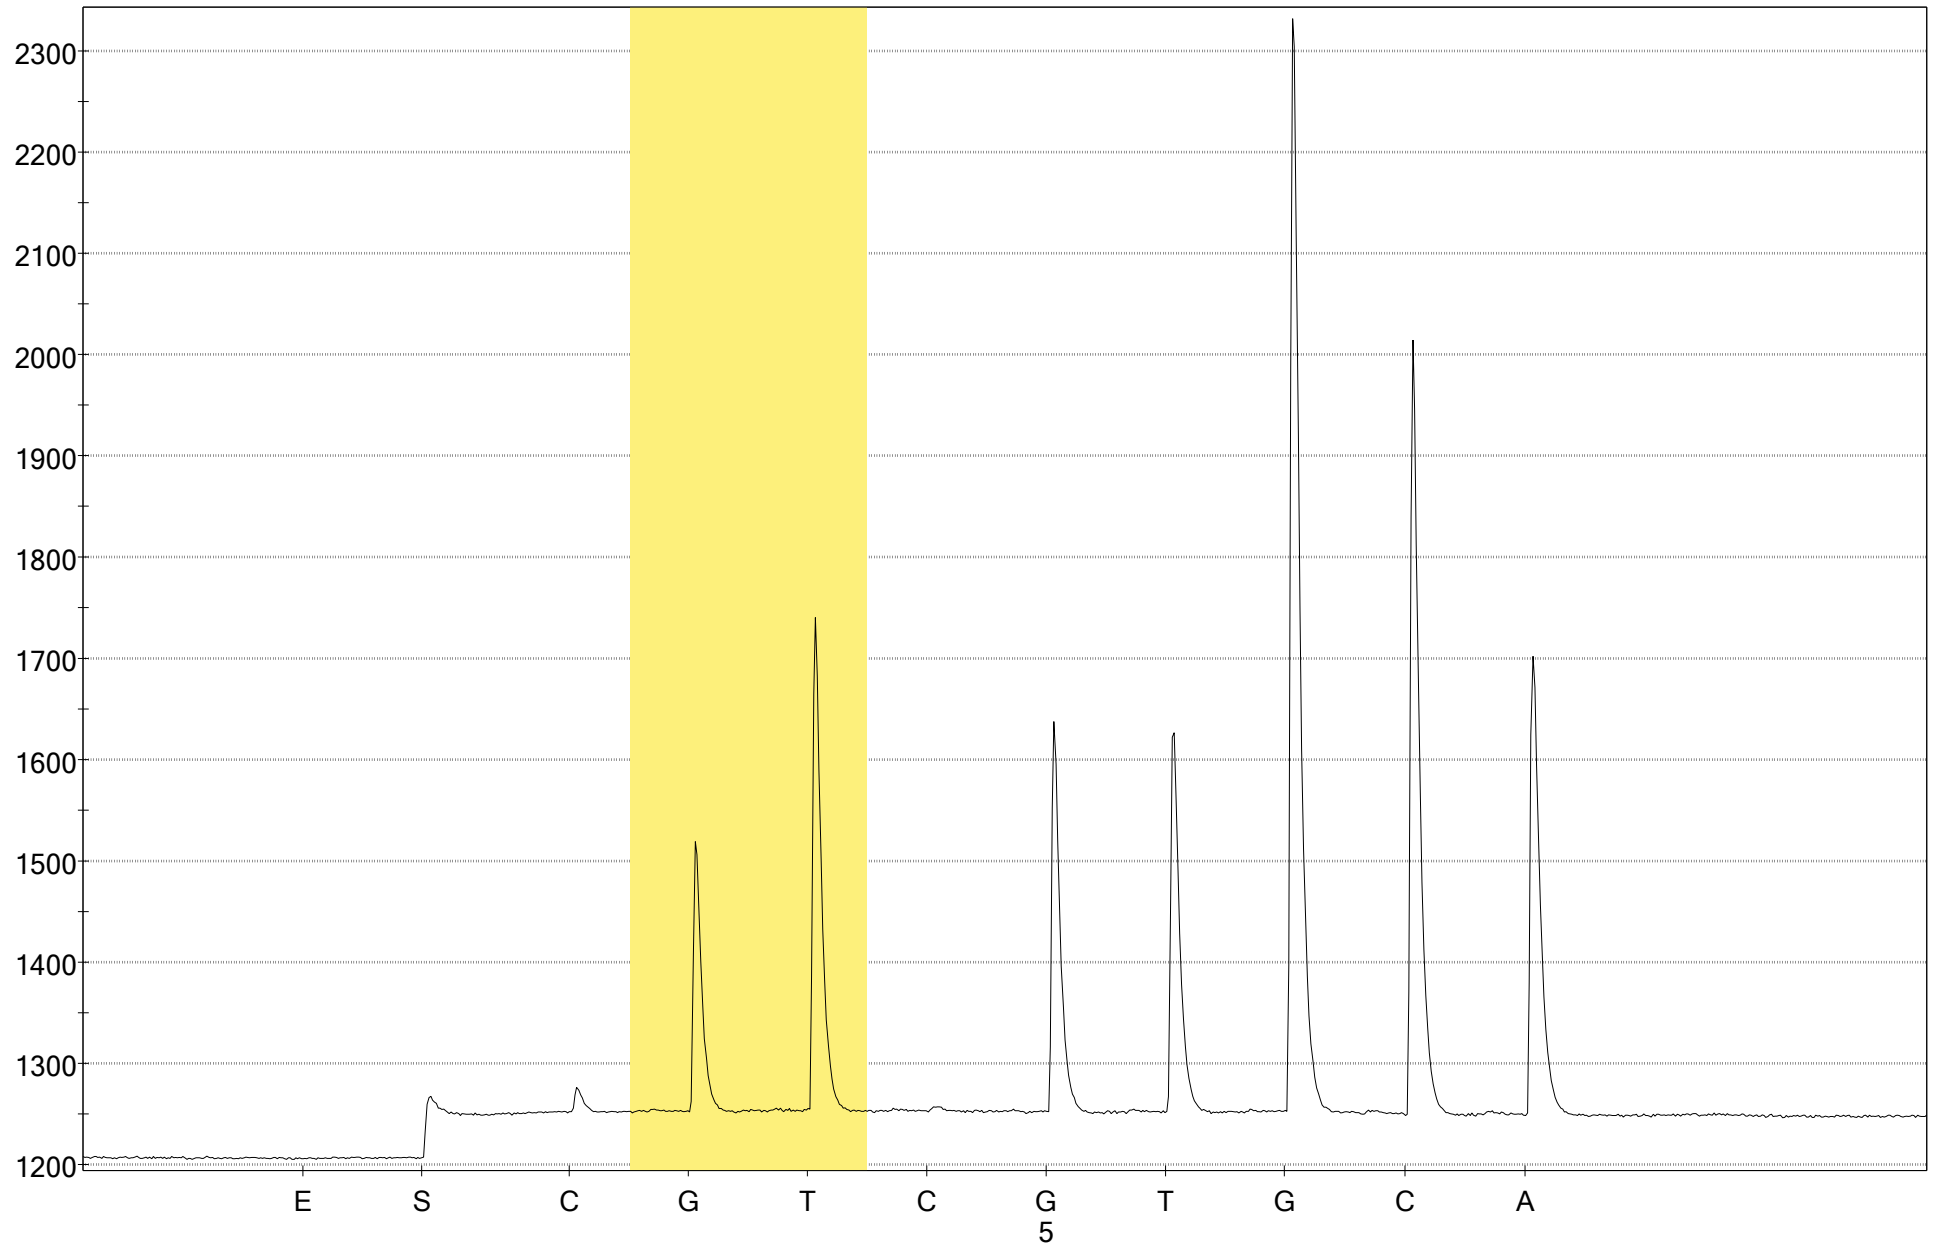

10 uL universal (141+157) - Well E3  
Entry: Enpp5  
4: G: 28.8% / T: 71.2%  
(Passed)

G:28.8%  
T:71.2%

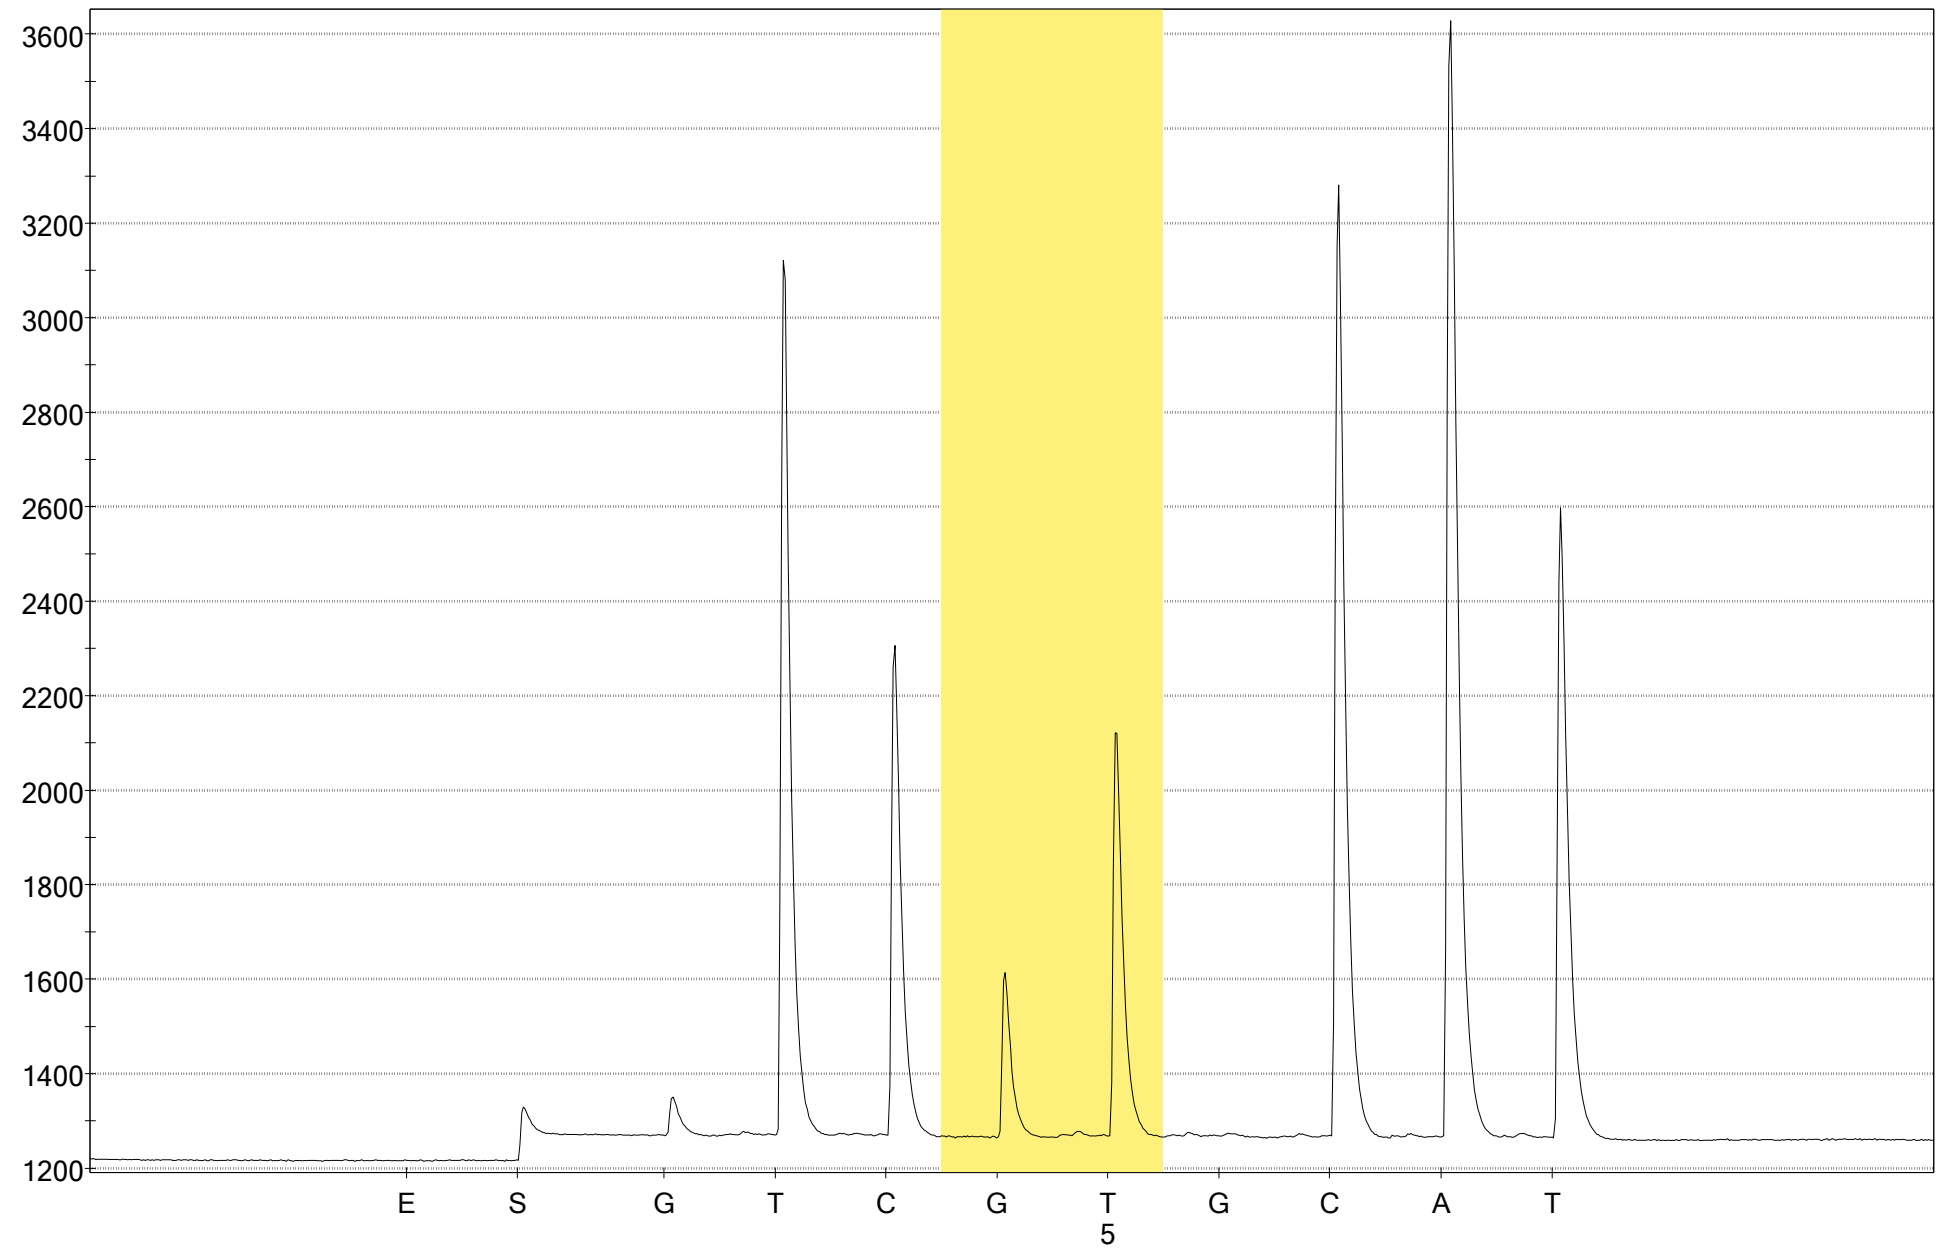

10 uL universal (141+157) - Well E9  
Entry: Enpp5  
4: G: 39.2% / T: 60.8%  
(Passed)

G:39.2%  
T:60.8%

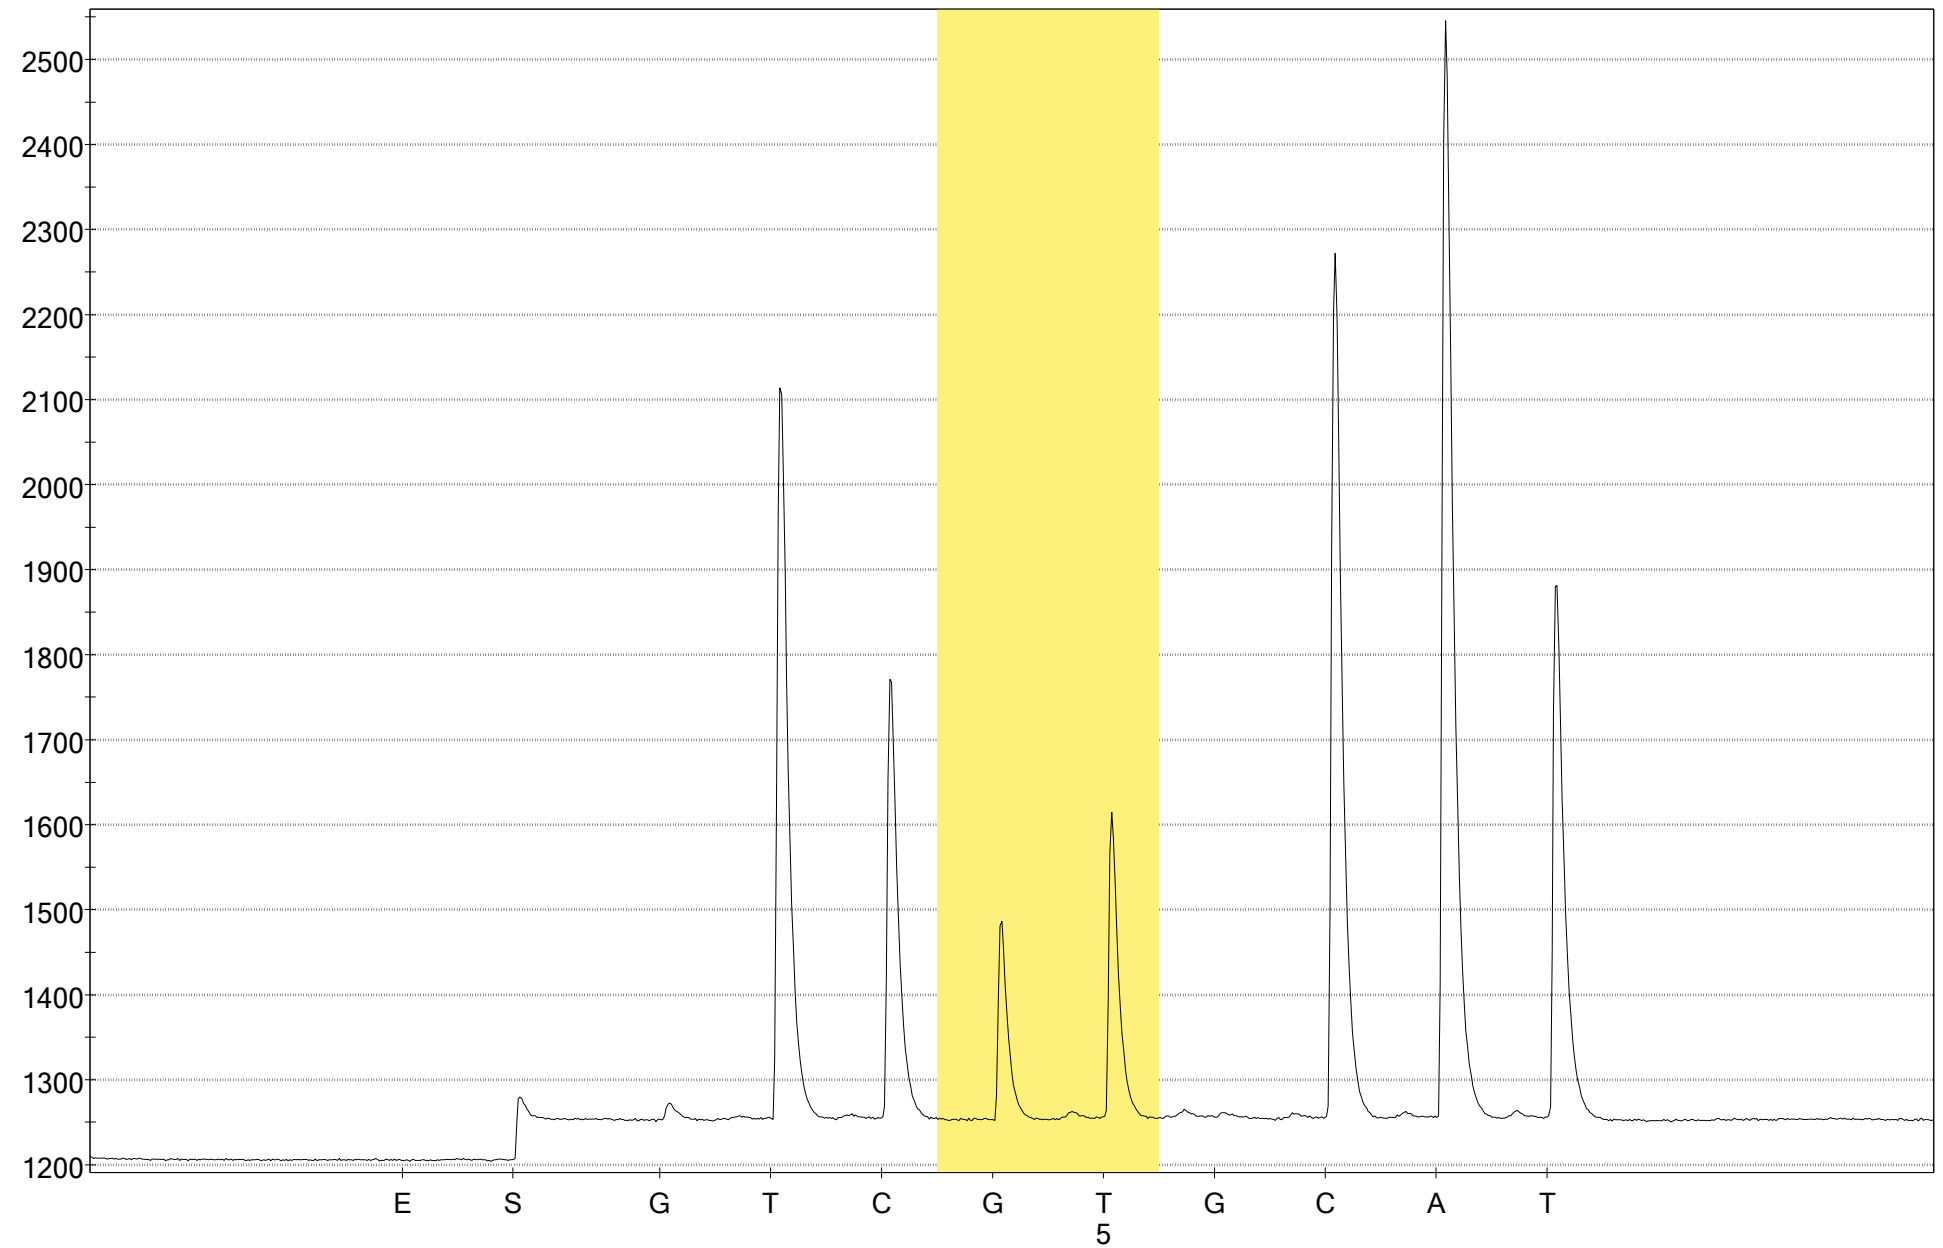

145 - Well E3  
Entry: Enpp5  
4: G: 28.3% / T: 71.7%  
(Passed)

G:28.3%  
T:71.7%

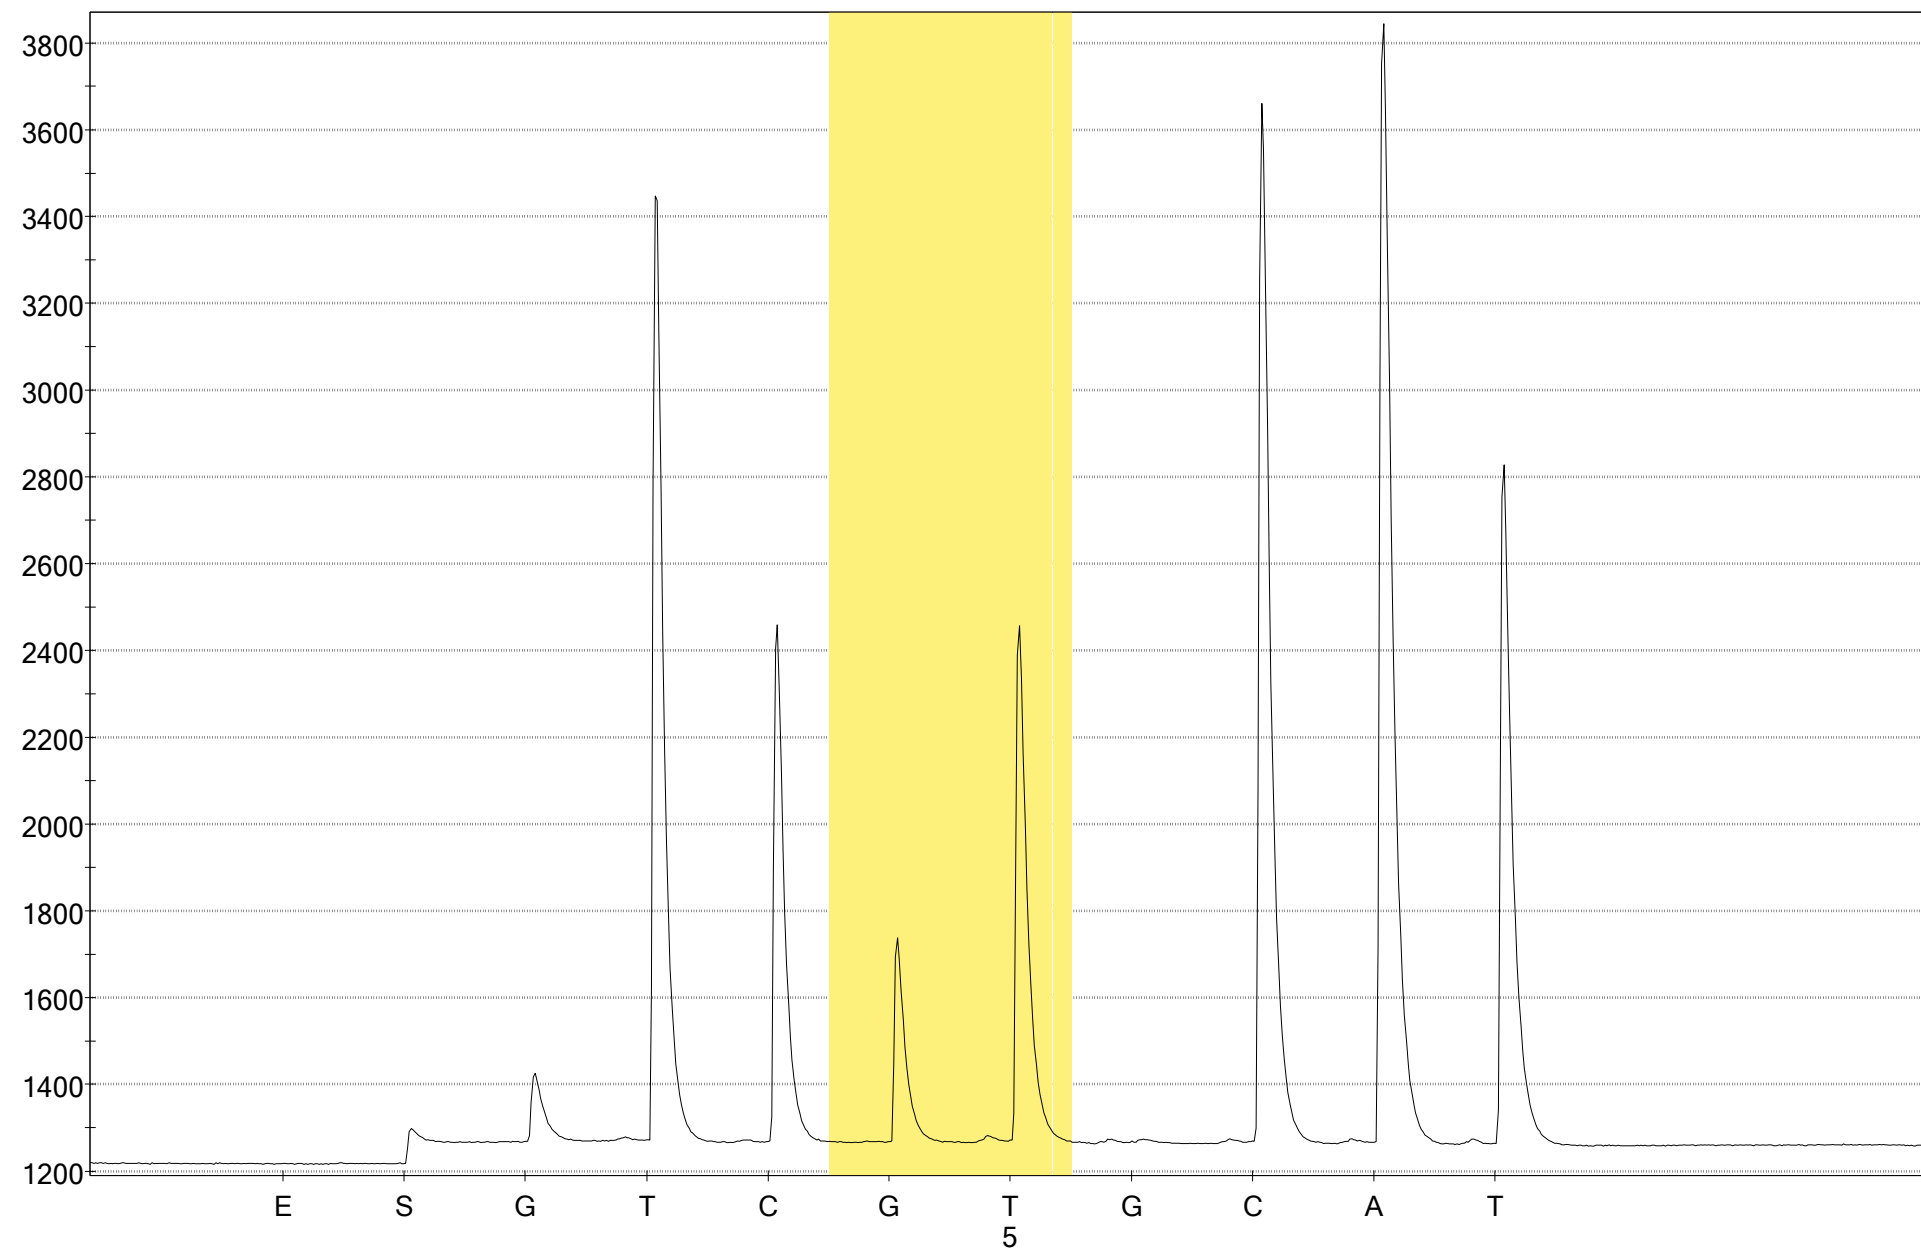

dna - Well E3  
Entry: Enpp5  
4: G: 26.5% / T: 73.5%  
(Passed)

G:26.5%  
T:73.5%

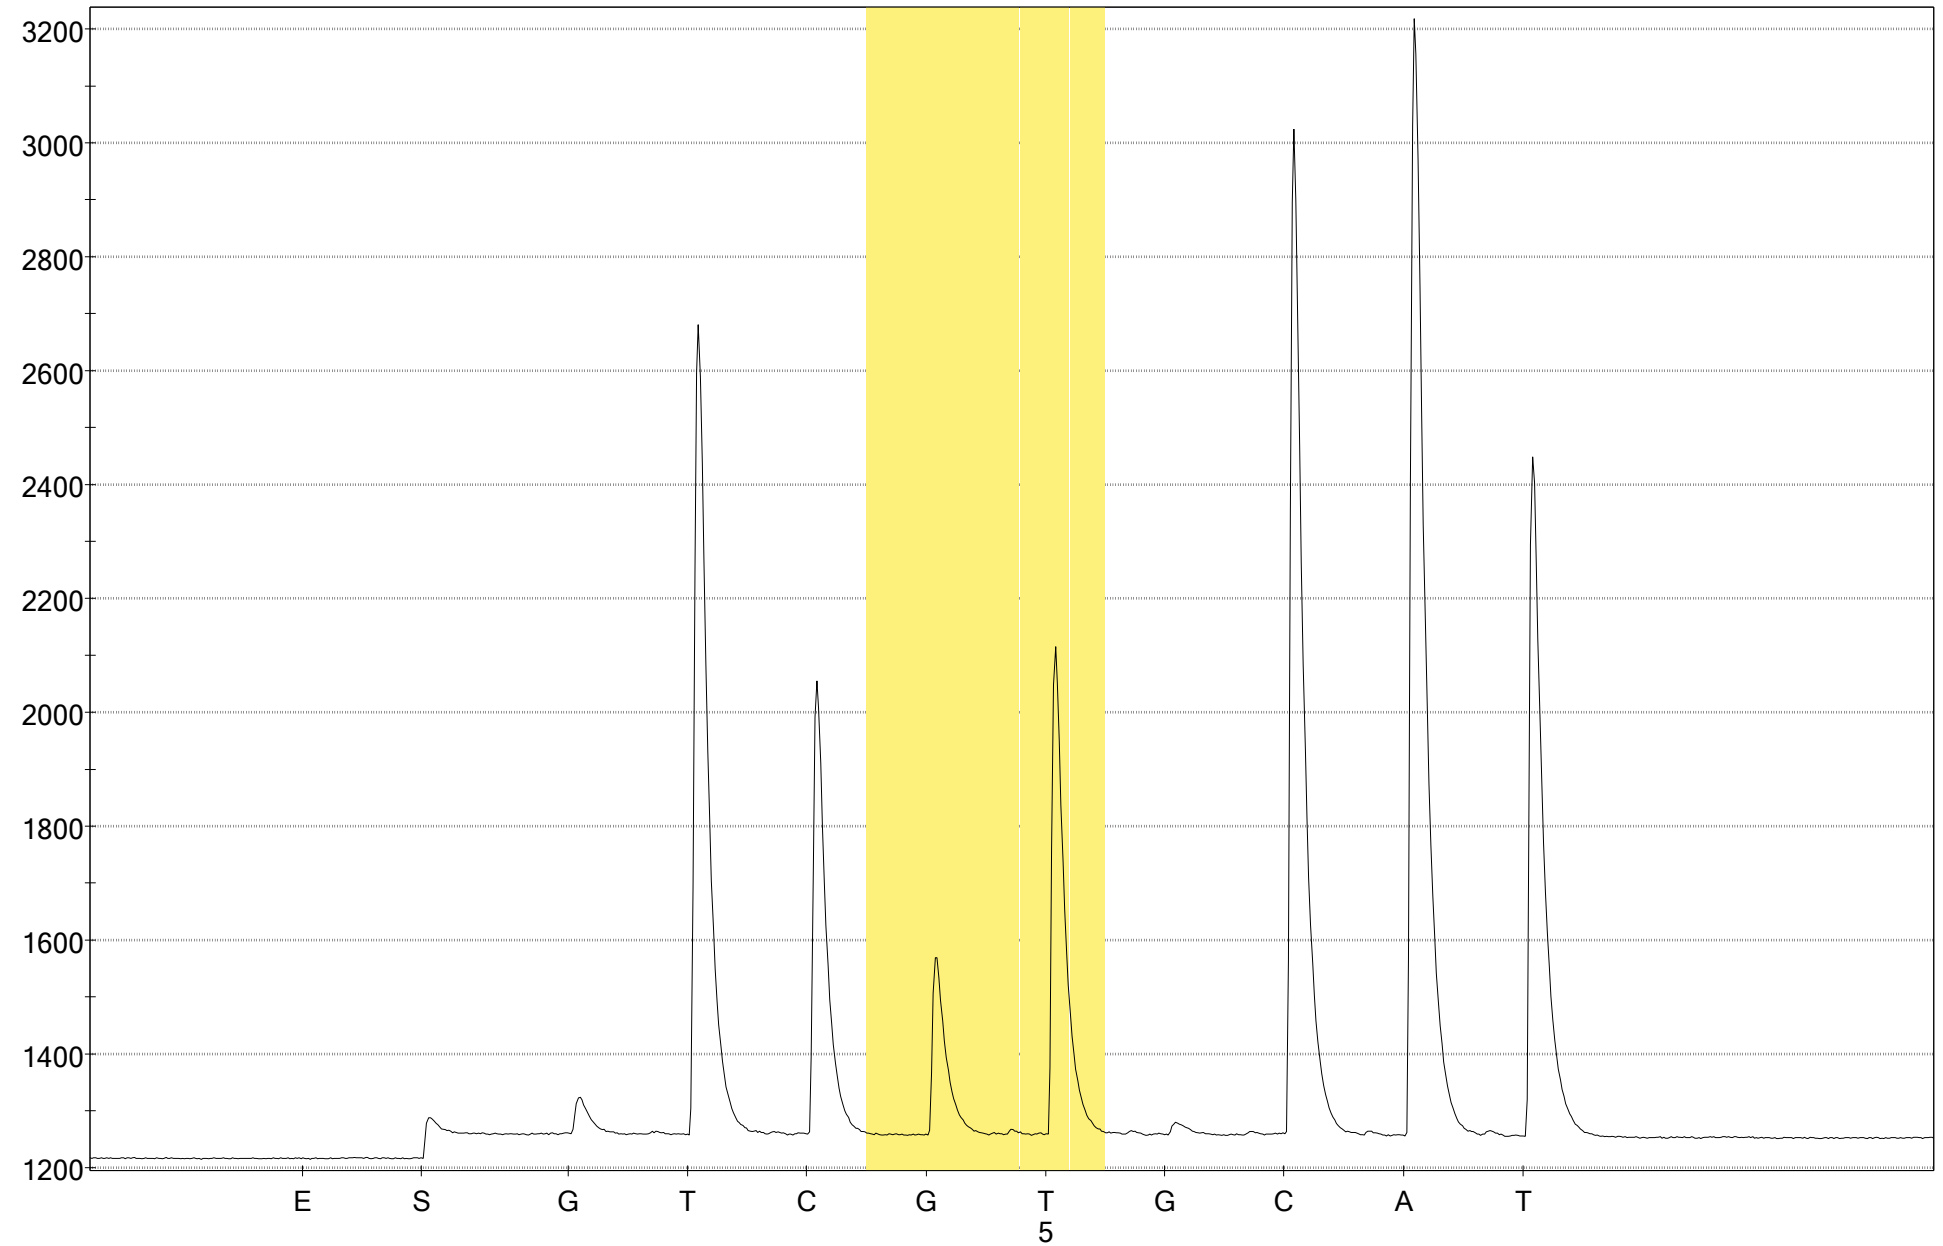

dna - Well E9  
Entry: Enpp5  
4: G: 22.7% / T: 77.3%  
(Passed)

G:22.7%  
T:77.3%

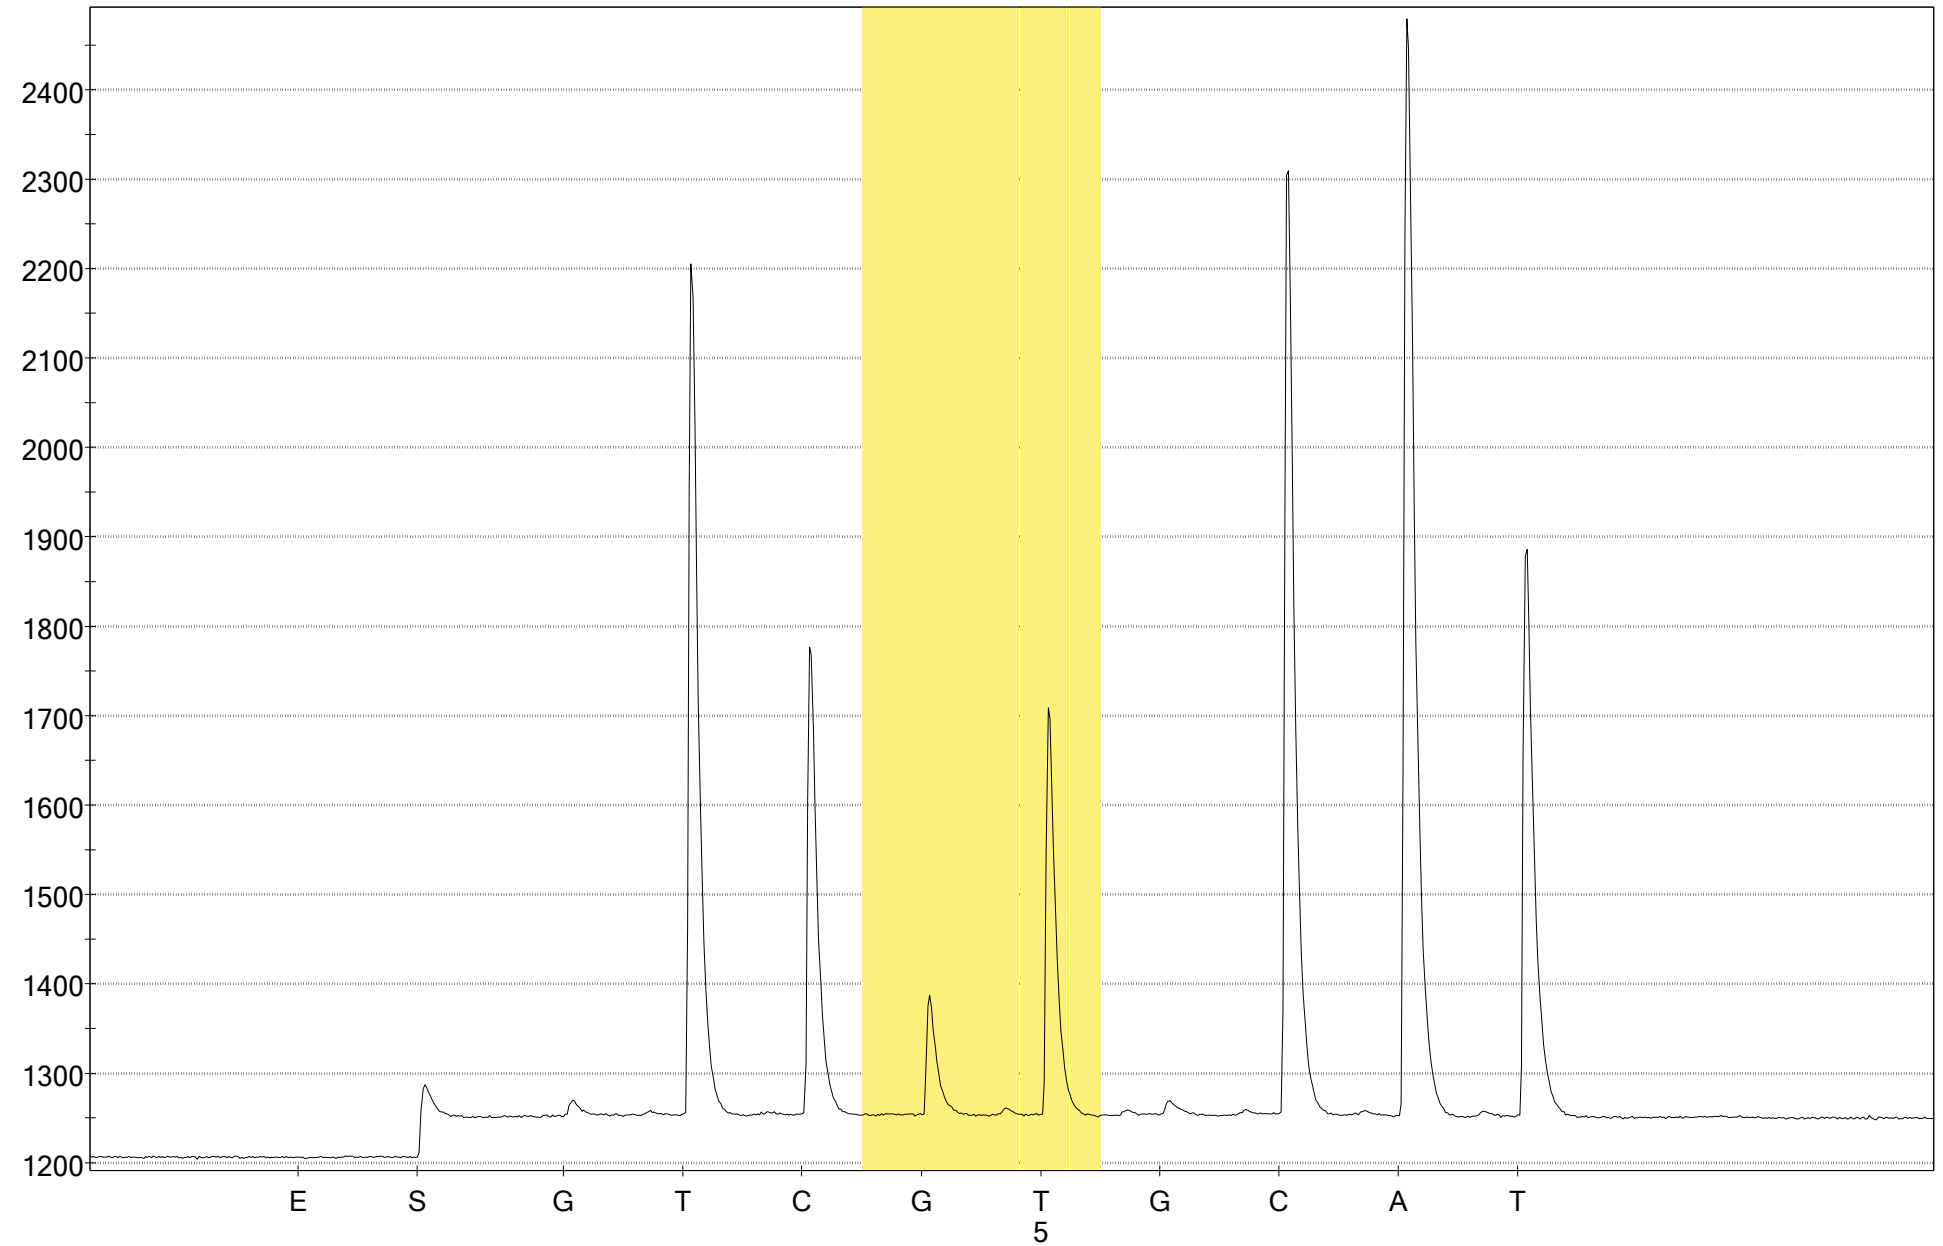

**Supplement:** Dataset S1 — Pyrosequencing traces analyzed to validate putative novel imprinted genes. Table of contents details page numbers for each assay. In brief, 5 traces were run for each assay that are grouped together. These are in the same order for each: BxC RNA biological replicate 1, CxB RNA biological replicate 1, BxC RNA biological replicate 2, BxC DNA biological replicate 1 and BxC DNA biological replicate 2.

How the deposited data were processed for this re-analysis (not part of the article)

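The data are 2 RNA-Seq libraries of whole brains on embryonic day 17.5, 1 from a BxC embryo and 1 from a CxB embryo, and the authors' catalog of known imprinted genes. The labels and the paper give the cross of each library. The paper names the CxB brain as male and does not say which of its BxC brains is behind the deposited BxC library. The E15, PFC and POA samples and the pyrosequencing traces were not analysed here.

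By their methods for discovery, the authors aligned reads of 36 bases with Novoalign to gene models, splice-junction sequences and the genome. They turned these alignments into mm9 coordinates and kept uniquely aligned reads. Masking of SNPs between the strains is described for a separate realignment to RefSeq transcripts and the genome. Which alignment was deposited is not stated. The deposited alignments hold a whole-number count on each line, in the fourth column, which was used as the number of identical reads collapsed to that line. The fifth column holds a different number on each line, and its highest value was used only as the number of sequenced reads. The paper's text does not name either column, and both meanings were inferred from the values. A check of them was met only in part. It took each line to keep the last of its read numbers in text order. The rank of that number to the power of the count should then spread evenly from 0 to 1. Its median was 0.459 in BxC and 0.487 in CxB for lines of 1 read, but 0.252 and 0.244 for lines of at least 10. No normalization had been applied to the counts. The alignments list no bases, so the imprinted SNP calls and the discordant SNP pairs within an exon, both set in the design as possible only with bases, were not computed. The deposited catalog gives the position of each known imprinted gene, its exons for some of them and, for most, the expressed allele. All columns used belong to 1 library or to the catalog, and 0 columns could not be assigned.

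From these counts, reads were summed over catalog entries, genes of the GENCODE vM1 annotation, which uses the same build, the intervals of Table S1 and the SNP positions of Table S2. A read was counted over a gene where an aligned block overlapped its exons, on either strand unless stated. The BxC library held 128944754 reads and the CxB library 109719746. Shares carry exact Clopper-Pearson intervals at 95%, medians carry exact intervals from order statistics, and correlations carry intervals from Fisher's transformation. A count of 0 allows up to 3 reads. All intervals and limits cover counting error only. With 1 library per cross there was no replicate spread and no test between the crosses, and every statement is about these 2 libraries. Ratios are log2 of CxB over BxC RPM, which are reads scaled by the total of the library, over entries with at least 100 reads in each library. The median of a gene list was placed among those of 10000 random lists matched on mean level, each gene drawn from the 200 annotated genes nearest in level.

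Read starts were compared with the same number of reads placed at random over the bases and strands that the library covers in the gene. Distances were measured between nearest edges, and the number of candidates within 1 Mb of a catalog entry was compared with 10000 random placements of the same intervals on the same chromosomes, one-sided. Scores of pyrosequenced loci were compared with an exact two-sided permutation test that was not part of the design. The genes named in the text are those the paper names, those of Table S2, the candidates of Table S1 with an E17.5 score, the 3 catalog entries with the most reads per kilobase, and the 3 with the highest and the 3 with the lowest ratio among those with at least 100 reads in each library. Other named genes were chosen after their values were seen, namely Xist and the genes of chromosome Y, the entries without reads, the candidates with the most and the fewest reads, the members of candidate clusters and the entries nearest to candidates.

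The alternatives set before the data were examined were to count distinct positions, to leave out chromosome X and the mitochondrial chromosome, to scale by the median ratio over genes, to count sense reads only, to change the read minimum, the distance and the point from which it is measured, to place candidates over covered bins, and to take candidates listed in at least 2 samples. Others were added after seeing the data, and the text says so beside them or in the closing section.

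The calculations were tested on simulated data. For 15427 genes drawn from the mean levels and library sizes, 200 of them changed by a log2 ratio of 1, 95.3% of the intervals of the ratio held the true value, 4.67% of unchanged genes had an interval that left out 0, and 100% of the changed genes were recovered. Of 200 random lists of 82 genes without a shift, 4.5% fell below the 5th percentile and 5.5% above the 95th. Read starts drawn at random had a median index of dispersion of 0.994, and starts copied 4 times had one of 4.00. Of 200 random sets of intervals, 5% had a p under 0.05, and the median intervals held the true median in 96.4% of draws.

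The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, matplotlib 3.10.9 and samtools 1.23.1.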

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

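All tests in this part, and the choice of the genes, were made after the result was seen. Genes of the sex chromosomes, which the paper does not discuss, had reads in 1 library and few or none in the other. On mm9, Xist (chromosome X, 100655714 to 100678556) had 142957 reads in BxC and 38 in CxB, or 1109 and 0.346 RPM. The genes Ddx3y, Uty, Kdm5d and Eif2s3y of chromosome Y had 6586 reads together in CxB, of which Eif2s3y had 2916, Kdm5d 1772, Ddx3y 1296 and Uty 602. In BxC they had 0 reads, which allows up to 0.0233 RPM, against 60.0 in CxB. Elsewhere on chromosome Y, 1852 reads were aligned in BxC, and the whole chromosome had 18212 in CxB.

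Several technical explanations were weighed. Reads piled on a few positions are argued against by the distinct positions, of which Xist had 19074 in BxC and 27 in CxB, and the genes of chromosome Y had 2560 in CxB. An exchange of the labels between the libraries is argued against by the count of 0 for the genes of chromosome Y in the library labelled BxC, since the paper names its only CxB brain as male. A wrong label that involves a brain outside the study was not tested. A candidate explanation, offered as a hypothesis, is that a brain from a female embryo is behind the BxC library. It needs reads from Xist and none from these genes of chromosome Y, and both are there, with 142957 reads on Xist. A brain from a male embryo as the source of the BxC library is argued against by the 0 reads on the same genes, since the level of the male CxB brain, given above, is far over the limit for a count of 0. The paper lists male and female BxC brains without saying which was deposited. No label states the sex of the BxC embryo, and in the sample list it was left as not given.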

How the results depend on the processing

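The alternatives chosen after the data were seen are the highest number in the fifth column as the number of reads, the annotation's strand, protein-coding genes and spliced reads for the strand, the depth of the deepest base, the locus Cplx2 left out, the candidates of 1 sample, and the catalog entries that overlap no other for read starts and for the ratio between libraries. In all, 43 results were computed under 126 alternative settings, of which 69 left a value within its 95% interval, a count within 1.5 times or a test on the same side of 0.05. Of the others, 52 moved a value further, 4 changed the sign of a ratio and 1 took a test over its threshold. The intervals of shares are very narrow at this depth, so that small changes count as moved. In the cases below the cause was not tested, except where an alternative counts fewer items by its construction, as distinct positions, genes of low depth, the shorter distance and the smaller sets of candidates do.

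Counting distinct positions moved the most results. Depth fell to 31613688 in BxC and 27132737 in CxB. The share of reads across splice junctions was 4.88% in each library, that over coding exons 14.3% in BxC and 14.2% in CxB, and that of joins not in the annotation 0.0539% and 0.0524%. The share of reads on the strand opposite the gene was 51.2% in BxC and 50.8% in CxB. The median depth at the pyrosequenced SNPs was 22 reads in BxC and 18 in CxB, Pearson's correlation with the counts of Table S2 was 0.785 and 0.770, and the median reads per candidate were 2358 and 2072. Without chromosome X and the mitochondrial chromosome, the depth stayed within 1.5 times.

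The strand share over the genes with at least 100 reads, as a median, was 56.8% in BxC and 58.5% in CxB. The pooled share was 59.4% and 60.4% where the catalog strand equals that of the annotation, 57.0% and 57.5% over protein-coding genes, and 54.3% and 54.9% for spliced reads. All of these lay between 50% and 61% in both libraries. In genes with a mean depth under 10 reads per base, the median index of dispersion was 5.04 in BxC and 4.67 in CxB, and the share of reads with a shared start 80.1% and 78.7%. This pooled share rests largely on the long entries Zfp127 and Nibp, which enclose deeper ones. With read start and end combined, the share was 96.1% in BxC and 95.8% in CxB, and the index stayed within its interval. Over the entries that overlap no other, the share was 93.2% in BxC and 92.3% in CxB, and the index, 11.6 and 10.6, stayed within its interval. Under each of these settings the index of every gene exceeded the highest value of random placement. The share was above that of random placement in every gene of low depth, while over all genes it was below in 18 of 84 in BxC and 14 of 81 in CxB.

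For the known imprinted genes, the median ratio between the libraries stayed within its interval under all 6 alternatives, from −0.056 to 0.012. Its percentile among random lists was 3.14 with distinct positions, 3.67 without chromosome X and the mitochondrial chromosome, 0.09 with sense reads only and 0.26 without a minimum, and it stayed at 4.58 with scaling by the median ratio. Over the 48 entries that overlap no other, it was 77, with a median ratio of 0.012. The low percentile is therefore not found in this smaller set, and whether the repeated reads or the choice of genes makes the difference was not tested. The ratios of 4 entries changed sign with distinct positions, to 0.19 for Nnat, 0.21 for Copg2as1/LB9_partialSeq, 0.16 for Gnasxl and 0.00036 for PX00010K13, whose interval then included 0. For the first 3 of these the measure fixes the outcome, since distinct positions are saturated. Nnat had 2265 in BxC and 2224 in CxB over 2200 start sites, Copg2as1/LB9_partialSeq 586 and 582 over 528, and Gnasxl 2869 and 2757 over 2855, so that their ratios lie near the scaling offset of 0.22 and say nothing about level. PX00010K13 had 1717 over 2034 start sites in BxC and 1474 over 2105 in CxB, and for it the cause was not tested. The number of known imprinted genes covered stayed within 1.5 times under all alternatives, between 83 and 101.

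Among candidates, the number near known imprinted genes passed the test at 0.5 Mb, 2 Mb, between midpoints, over covered bins and in at least 2 samples, with p between 0.0001 and 0.0013. These tests take candidates that lie close together as independent. Among candidates of 1 sample only, 2 of 42 lay within 1 Mb and the test was not passed (one-sided permutation p = 0.6739). At 100 kB, 6 candidates formed 3 clusters, and at 600 kB 13 formed 6. The number of candidates with at least 100 reads was 49 under each alternative. Without Cplx2, Pearson's correlation at the SNPs was 0.701 in CxB, outside its interval, and 0.663 in BxC, inside it. Spearman's correlations and the numbers of loci with at least 10 reads stayed within their limits under all alternatives.

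Depth limits what can be said at single SNPs: with distinct positions, 29 of 37 loci in BxC and 27 in CxB had at least 10. The imprinted SNP calls and the discordant SNP pairs, with their alternatives, were not run, because the alignments hold no read bases. No paired analysis was possible because the crosses share only replicate number 1 and no result comes from a test between them.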

Differences from the paper's values

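The BxC alignments hold 128.9 M reads (M is 10 to the power of 6), against the paper's 80.1 M reads per library on average. Leaving out chromosome X and the mitochondrial chromosome gave 123 M, and distinct positions 31.6 M, which both differ from the paper's value as well. For CxB (110 M) and for the mean of both libraries (119 M) the difference was within 1.5 times. The highest number in the fifth column, an alternative chosen after seeing the values, was 164 M in BxC, 141 M in CxB and 153 M in the mean of both, which all differ from the paper's value. It stands for sequenced reads, as the paper's value does, while the other totals are of aligned reads.

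Reads that joined exon ends never joined in the annotation were 0.0270% in BxC and 0.0266% in CxB, against the paper's 0.12% for exon-skipping events. With distinct positions, the only alternative set before the data were examined, they were 0.0539% and 0.0524%, and still differed. The shares are not the same quantity, since the paper counts skips of up to 2 exons in its own gene models, while joins that GENCODE vM1 annotates, skips included, are left out here.

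Within 200 kB, 12 candidates formed 6 clusters, against the paper's 6 candidates in 3 clusters. Of the alternatives set before the data were examined, 100 kB gave the paper's 6 candidates and 3 clusters and 600 kB did not, with 13 candidates in 6 clusters. The pairs at 100 kB were not all those of Table S1, which marks Mtap6 with Rps3, at 141 kB, and not DQ715667 with Eif2c2.

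Of 45 distances that Table S1 gives, 12 differed by more than 1.5 times from the distance to the nearest catalog entry. All 12 also differed when measured between midpoints, the only alternative set before the data were examined for them. The paper's values were 598 kB for Slc25a29, 540 kB for Wars, 268 kB for DQ715667, 271 kB for Eif2c2 and 283 kB for Klhdc10. Here they were 196, 138, 37.3, 40.4 and 0 kB. The 0 kB of Klhdc10 is its overlap with mKIAA0265, an entry of nearly the same span, while Peg1 is 283 kB away. For candidates of chromosome 7, the paper's values were 30770 kB for Pak1, 29345 kB for Mtap6, 29199 kB for Rps3, 27170 kB for Pde2a, 48941 kB for Sae1, 2.84 kB for DOKist4 and 1197 kB for Apba2. Here they were 12855, 11431, 11284, 9255, 9969, 77.3 and 2037 kB. The distance to the entry that Table S1 itself names lay within 10 kB of its value for 33 of the 45.

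The paper counts 7 of 8 candidates of at least 2 samples, and 3 of 1 sample, within 1 Mb of a known imprinted region, while Table S1 and the catalog give 10 of 11 and 2. The paper then lists 7 genes, and of the 10 found here Eif2c2, DOKist4 and Herc3 are not on that list. The paper places Slc25a29 closer to Dlk1 than was found here, where the nearest edges are 617 kB apart. The paper's methods describe libraries that keep the strand, while its results name the standard Illumina protocol. Here 55.2% of BxC reads and 60.0% of CxB reads over catalog genes lay on the strand opposite the gene. Table S1 lists 8 candidates on chromosomes without a known imprinted gene, while the catalog holds the entry Pde4d on the chromosome of 2 of them, Cplx2 and Zmynd11.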

Other observations

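In this part, the tests on CAST alleles, on the counts of Table S2, on several lines at a position and on the first base of the read were chosen after the result was seen, as were the test on candidates of 1 sample and the use of entries that overlap no other.

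Reads over catalog genes lay on both strands. Transcripts of the opposite strand within the same span are argued against by spliced reads. At introns annotated on 1 strand only, 54.3% of BxC reads and 54.9% of CxB reads lay on the opposite strand, about as over the catalog genes. Over distinct positions, the spliced shares were 48.6% in BxC and 49.9% in CxB, against 51.2% and 50.8% over the catalog genes. Both strands are still covered there, but spliced positions show no excess on the opposite strand. Wrong strands in the catalog are argued against as the whole cause, because 59.4% of BxC reads lay on the opposite strand where the catalog and the annotation give the same strand. Some entries do differ, among them Xist, which the catalog lists on the plus strand and the annotation on the minus strand. Its entry had 128676 of the 680284 BxC reads and 41 of the 448428 CxB reads, so the lower BxC share can rest in part on it. Whether the libraries kept the strand, or the conversion of the alignments lost it, was not tested, and no biological explanation was tested.

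Read starts were piled on the same positions in both libraries. Amplification that differs from library to library is argued against as the whole cause by the median rank correlation of 0.343 between the libraries over 81 genes, each above the highest value of shuffled starts, although a share due to amplification stays open. A sequence preference at the first base of the read is a candidate explanation for part of it, as a hypothesis. The base composition there departed by 7.49 percentage points from bases 21 to 36 in BxC, while no position of that range departed by more than 1.37. The departure is not specific to the first base, since that of C was 5.68 at the second base, 4.82 at the third and 3.70 at the fourth, and with distinct positions the largest departure at the first base was 4.03. How much of the piling a preference would account for was not tested. Differences in level along the transcript may add to the correlation, and the shuffle within windows of 20 covered bases, with a median of 0.140, removes them only in part.

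The total reads of known imprinted genes were compared between the libraries. Over 82 entries, the median log2 ratio of CxB over BxC was −0.033 (95% interval of the median −0.098 to 0.031), at percentile 4.58 among 10000 random lists matched on level, whose median was −0.0053. Overlapping entries count the same reads more than once, and over the 48 entries that overlap no other the median was 0.012 (−0.079 to 0.078), at percentile 77. No shift of the list as a whole is therefore claimed. This describes these libraries, and 1 library per cross gives no test. Entries expressed from the maternal allele (33) had a median of 0.027 and those expressed from the paternal allele (36) −0.068, a difference of −0.095 that lay within the spread of random splits of the genes (−0.11 to 0.11, permutation p = 0.0819 as a description across genes). Lower alignment of reads with CAST alleles would make this difference positive, and it cannot be told apart from chance here, because the spread of the genes is as wide as the difference. The lowest ratios were those of PX00010K13 (−0.56), Ndn (−0.51), which it overlaps, and Mirg (−0.41). With distinct positions, PX00010K13 was at 0.00036, Ndn at −0.048 and Mirg at −0.18, each with an interval that included 0. Distinct positions filled 84.4% of the start sites of PX00010K13 and 84.6% of those of Ndn in BxC, and 70.0% and 71.0% in CxB. This measure is thus closer to saturation in BxC than in CxB, and can hide a difference in level. The highest were those of Pwcr1 (1.94), Ipw (0.93) and Pec3 (0.72), and with distinct positions Pwcr1 was at 2.18 (1.75 to 2.64) and Ipw at 0.85 (0.52 to 1.18), while Pec3 was at 0.042 with an interval that included 0. A second catalog entry named Pwcr1 had 20 reads in BxC and 15 in CxB, below the minimum. A biological difference between the embryos stays open and was not tested. It may include their sex, given the reads of Xist and chromosome Y described above. With 1 library per cross, the cross, the strain of the expressed allele and the sex cannot be told apart.

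In the paper's Table S2, the BxC counts exceeded the CxB counts by a median ratio of 1.83 over 30 loci whose gene has the same name in the annotation. The reads of the same genes in the deposited libraries had a median ratio of 1.20, and the libraries as a whole one of 1.18. A deeper BxC library alone is argued against by the ratio of 1.83, which was higher than that of the deposited reads in 27 of 30 loci. Whether further BxC reads were pooled, or other SNPs counted, was not tested.

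The alignments often hold several lines at the same position and strand. Of positions with at least 20 reads, 21.8% on chromosome 7 and 20.3% on chromosome X had a second line with at least 20% of the reads in BxC. In CxB these were 19.3% on chromosome 7 and 17.498% on chromosome X. The alleles of heterozygous SNPs are argued against as the main cause by the 17.498% on chromosome X of the CxB brain, which the paper names as male and which would carry 1 allele there. Sequencing errors shared by reads were not tested, and no biological explanation was tested.

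The supplementary tables were also compared with each other. U80893 has 200 reads in BxC and 231 in CxB over its interval in Table S1, while Table S2 lists 2011 and 1456 allelic counts for it. Its E17.5 score is −7.5 in Table S1 and the bound of −100 in Table S2. For DOKist4 the E17.5 scores are −18 and −71. Those of Ccdc40, Pld4, Cplx2 and Rhbdl3 are the same in both tables. Of the 10 candidates with an E17.5 score in Table S1, 5 lay within 1 Mb of a catalog entry, as did 4 of the 5 listed in all 4 samples. These are values without a test.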
